# Identification of chilling stress-responsive tomato microRNAs and their target genes by high-throughput sequencing and degradome analysis

**DOI:** 10.1186/1471-2164-15-1130

**Published:** 2014-12-17

**Authors:** Xue Cao, Zhen Wu, Fangling Jiang, Rong Zhou, Zeen Yang

## Abstract

**Background:**

MicroRNAs (miRNAs) are a class of noncoding small RNAs (sRNAs) that are 20–24 nucleotides (nt) in length. Extensive studies have indicated that miRNAs play versatile roles in plants, functioning in processes such as growth, development and stress responses. Chilling is a common abiotic stress that seriously affects plants growth and development. Recently, chilling-responsive miRNAs have been detected in several plant species. However, little is known about the miRNAs in the model plant tomato. ‘LA1777’ (*Solanum habrochaites*) has been shown to survive chilling stress due to its various characteristics.

**Results:**

Here, two small RNA libraries and two degradome libraries were produced from chilling-treated (CT) and non-chilling-treated (NT) leaves of *S. habrochaites* seedlings. Following high-throughput sequencing and filtering, 161 conserved and 236 novel miRNAs were identified in the two libraries. Of these miRNAs, 192 increased in the response to chilling stress while 205 decreased. Furthermore, the target genes of the miRNAs were predicted using a degradome sequencing approach. It was found that 62 target genes were cleaved by 42 conserved miRNAs, while nine target genes were cleaved by nine novel miRNAs. Additionally, nine miRNAs and six target genes were validated by quantitative real-time PCR (qRT-PCR). Target gene functional analysis showed that most target genes played positive roles in the chilling response, primarily by regulating the expression of anti-stress proteins, antioxidant enzyme and genes involved in cell wall formation.

**Conclusions:**

Tomato is an important model plant for basic biological research. In this study, numerous conserved and novel miRNAs involved in the chilling response were identified using high-throughput sequencing, and the target genes were analyzed by degradome sequencing. The work helps identify chilling-responsive miRNAs in tomato and increases the number of identified miRNAs involved in chilling stress. Furthermore, the work provides a foundation for further study of the regulation of miRNAs in the plant response to chilling stress.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1130) contains supplementary material, which is available to authorized users.

## Background

Chilling, a type of low temperature stress, is a common abiotic environmental stress that seriously affects the growth and development of plants [1]. Chilling stress has attracted increasing attention. To date, many studies about plant morphological and physiological responses to chilling stress have been reported [2, 3]. In addition, genes related to the chilling response have been identified, such as genes encoding the transcription factors DREB/CBF [4], WRKY [5], MYB [6] and so on.

In recent years, microRNAs (miRNAs) have become a research hotspot [7–9]. MiRNAs are a distinct class of tiny noncoding RNAs approximately 21 nucleotides (nt) in length [10, 11]. The RNAs participate in regulating gene expression at the posttranscriptional level in both plants and animals [12, 13]. Prior to their regulation of gene expression, miRNAs are generated from hairpin precursors by dicer-like (DCL) into miRNA::miRNA* duplexes [14]. The miRNA* strand is then degraded, the mature miRNA joins with argonaute (AGO) and the RNA-induced silencing complex (RISC) is generated. Finally, the silencing complex targets protein-coding mRNAs by cleaving the mRNAs at specific positions or by repressing translation [12, 15].

Since the discovery of miRNA genes in the nematode *Caenorhabditis elegans* 20 years ago [16], miRNAs have been intensively studied. Notably, in recent years, new generation sequencing technology has led to the identification of numerous miRNAs, especially novel and low copy number miRNAs, in many plant species, such as wild soybean [17], rape [18], radish [19], *Medicago truncatula* [20] and so on. In addition, the interaction between miRNAs and target genes has received much attention. Degradome sequencing is an emerging technology used to predict and verify target genes of miRNAs. Compared with traditional methods, i.e., bioinformatics prediction and 5’ RACE, degradome sequencing is rapid and effective [17, 21]. With the utilization of the two high-sequencing approaches, numerous miRNAs have been identified, and great progress has been made in elucidating the interaction between miRNAs and target genes, especially chilling stress-related miRNAs. For example, many chilling-responsive miRNAs have been detected in *Arabidopsis* [22, 23], *Brachypodium* [24], *Prunus persica* [25], *Populus tomentosa* [26], *Oryza sativa* [27] and *Zea may* [28]. Studies of the functions of miRNAs have been carried out simultaneously.

Tomato is a globally important vegetable of the Solanum family [29]. Although tomato is widely grown in various temperature zones, its growth and development are rather sensitive to temperature stress, including extreme chilling stress [3]. However, most cultivated and commercial tomato cultivars are considered to be sensitive to chilling stress [3, 30].

With the completion of the tomato genome sequence [31], tomato has become a model system for research on the interaction between miRNAs and their target genes. Although many tomato miRNAs have been identified by traditional Sanger cloning, deep sequencing and bioinformatics approach [29, 32–35], chilling-responsive miRNAs in tomato have not been reported.

‘LA1777’ (*S. habrochaites*) is one kind of wild tomato. And it exhibits higher chilling-tolerance ability than other cultivars in our previous research, which is in agreement with other studies [36, 37]. In this study, using ‘LA1777’, two small RNA libraries from leaves treated with and without chilling stress (4°C) were constructed for high-throughput Solexa sequencing. Then 4,342,604 and 7,231,609 clean reads were obtained from the two libraries, respectively. The results showed that small RNAs (sRNAs) 21 and 24 nt in length were the most abundant classes. A total of 161 conserved and 236 novel miRNAs were identified in the two libraries. Based on the abundance of miRNAs, the expression amounts between the two libraries were compared, 192 increased and 205 decreased miRNAs were detected in the chilling stress. In addition, degradome sequencing analysis was adopted to identify target genes of the miRNAs. It was found that 62 target genes were cleaved by 42 conserved miRNAs and nine target genes were cleaved by nine novel miRNAs. The verification of nine miRNAs and six target genes by quantitative real-time PCR (qRT-PCR) basically confirmed the sequencing results. Target gene functional analysis showed most target genes were involved in the defense response through regulating the expression of anti-stress proteins, antioxidant enzyme and genes involved in cell wall formation. In addition to identify chilling-responsive conserved and novel miRNAs in tomato, the work lays the foundation for further elucidating the regulation of miRNAs in response to chilling stress.

## Results

### Analysis of small RNA data from the libraries

To identify miRNAs from tomato that respond to chilling stress, two small RNA libraries from tomato leaves treated with and without chilling stress were constructed and sequenced using an Illumina Genome Analyzer II (LC Sciences, Hangzhou, China). 

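Leaves of *Solanum habrochaites* LA1777 seedlings, a wild tomato, were kept at 4 °C in light and dark (CT) or at 25 °C in light and 20 °C in the dark (NT). RNA of 6 time points between 1 and 48 h was pooled within each treatment. There is thus 1 library per treatment and no replicate library. The values analysed are the authors' report from the ACGT101-miR program, which lists sequences matched to miRBase or predicted as candidates (PC). For sequences placed on the tomato genome build SL2.40, it also gives their hairpins there. The report held 5169 entries for 4721 distinct sequences. For each entry the authors gave the reads in each library as estimated counts, because the reads of a sequence with several entries were shared out among them, and 76.7% of the entries had whole reads within a tolerance of 0.01. The entries held 283054 reads in the CT library and 446437 in the NT library, which is 6.52% and 6.17% of the clean reads of Table 1. The miRNAs of Tables S1 and S2 were joined to the report by their exact sequence, and by hairpin position where a sequence had several entries. The log2 ratio (CT/NT) was taken from the authors' normalized reads. Each ratio of reads was given a 95% counting interval from the exact Clopper-Pearson limits of the CT share of reads. The interval of an entry rests on its own reads, and counts of intervals that include 0 rest on all reads of the sequence. A count of 0 allows up to 3 reads, so a miRNA read in 1 library only was compared with a floor of 3 reads in the other. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Fisher's exact test and the Pearson chi-square test, both two-sided, set the reads of a miRNA, rounded to whole reads, against the clean reads of each library. These tests compare the 2 libraries and not the conditions, because the variation between libraries of 1 treatment was not measured.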

A total of 6,199,678 and 9,919,778 raw reads were generated from the chilling-treated (CT) library and non-chilling-treated (NT) library, respectively (Table 1). After removing 3’ and 5’ adaptors, sequences with <15 nt and >29 nt and junk reads, the remaining reads were searched against the Rfam (http://rfam.xfam.org/), repeat databases (http://www.girinst.org/repbase/update/index.html) and tomato genome sequence (http://solgenomics.net); 13.71% and 12.59% (reads/reads) of total sRNAs in the CT and NT library were filtered out, respectively. Finally, 4,342,604 and 7,231,609 clean reads corresponding to 1,208,259 and 1,795,513 unique reads were obtained from the two libraries, respectively. The number and percentage of various sRNAs were listed in Table 1.

**Table 1:** **Statistics of sRNA sequences from the CT and NT libraries**

Type	NT				CT			
	Number of total sRNA	Percentage of total (%)	Number of unique sRNA	Percentage of unique (%)	Number of total sRNA	Percentage of total (%)	Number of unique sRNA	Percentage of unique (%)
Raw reads	9,919,778	100.00	2,280,543	100.00	6,199,678	100.00	1,521,423	100.00
3ADT&length filter^a^	1,432,000	14.44	333,989	14.65	1,009,234	16.28	196,123	12.89
Junk reads	27,989	0.28	14,986	0.66	14,948	0.24	8,225	0.54
Rfam^b^	1,181,057	11.91	118,282	5.19	795,804	12.84	95,041	6.25
mRNA	4,132	0.04	2,480	0.11	3,320	0.05	2,007	0.13
Repeats^c^	63,383	0.64	20,334	0.89	50,626	0.82	16,844	1.11
rRNA	860,830	8.68	72,264	0.73	524,172	8.45	53,070	0.86
tRNA	197,083	1.99	19,182	0.19	184,888	2.98	19,919	0.32
snoRNA	17,886	0.18	5,419	0.05	17,466	0.28	4,893	0.08
snRNA	15,389	0.16	5,618	0.06	12,882	0.21	4,598	0.07
other Rfam RNA	89,869	0.91	15,799	0.16	56,396	0.91	12,561	0.20
Clean reads	7,231,609	72.90	1,795,513	78.73	4,342,604	70.05	1,208,259	79.42

^a^reads lacking three ADTs or with lengths <17 nt or >25 nt were removed.

^b^collection of many common noncoding RNA families other than micro RNAs; http://rfam.janelia.org.

^c^downloaded from http://www.girinst.org/repbase.

The length distribution of the sRNAs from the two libraries ranged from 15 to 29 nt, as shown in Figure 1. The proportion of 19–25 nt sequences was high in both libraries, comprising over 75% of the sequences; sRNAs 21 nt and 24 nt in length were the two main sRNA classes among the sequences. Among unique sequences, 24 nt sRNA was the most abundant category, which was in agreement with previous reports on cucumber [38], grapevine [39] and rice [40].

**Figure 1:**
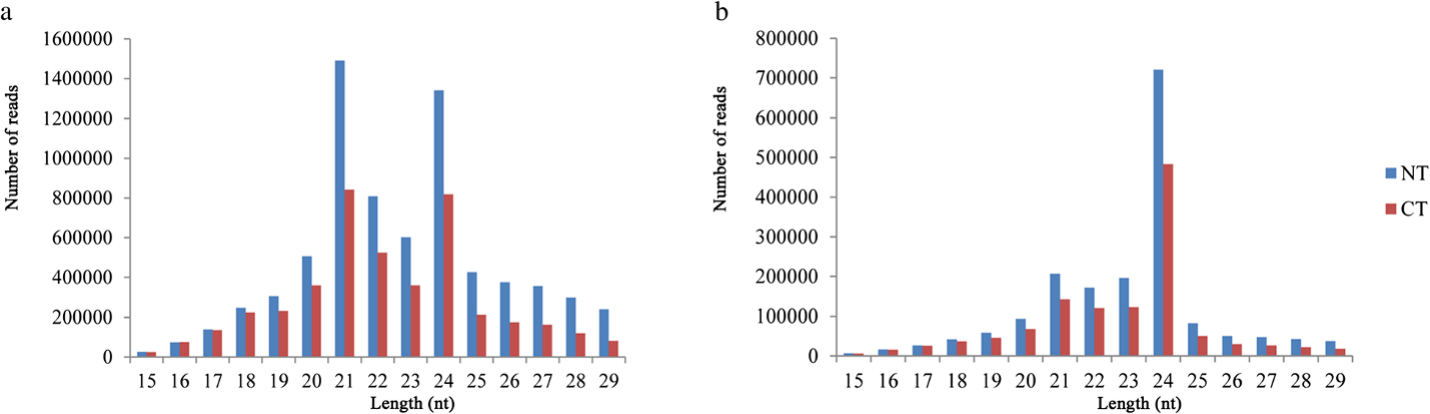
**Length distribution of sRNAs in two libraries from tomato.** **a** size distribution of total sequences. **b** size distribution of unique sequences.

### Identification of conserved miRNAs from tomato

To detect conserved miRNAs from the two tomato libraries, all clean reads were aligned against mature plant miRNAs and the precursors in miRBase 20.0 (June 2013), allowing for a maximum of one mismatch in the first 16 nt of the miRNA and three mismatches in total between the target miRNAs and the known miRNAs. Finally, 161 conserved miRNAs belonging to 41 miRNA families were identified in the two libraries (Additional file 1: Table S1, Additional file 2: Figure S1). 

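Of the 161 entries of Table S1, 138 had exactly the same sequence as an entry of the deposited report, and these covered 111 distinct sequences and 85 precursors. The other 23 entries were not analysed here, among them all members of miR7981, miR7982, miR7983 and miR8007. The matched entries belonged to 37 of the paper's 41 families. For 16 matched entries the sequence was reported at another locus than in Table S1, and their values are those of the sequence at that locus. The reads were concentrated on a few sequences. The sequence of sha-miR166a and sha-miR166b alone had 72327 reads in the CT library, 25.6% of all reads of the report, and 66373 reads in the NT library, 14.9%. The median over the matched entries was 249 reads in both libraries together, while 33 entries had fewer than 50 reads and 9 fewer than 10.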

Interestingly, the number of miRNAs varied among families (Figure 2). 

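The matched members of sha-miR156 were 19 of the 21 in Table S1 and came from 8 distinct sequences, so several members share the same reads. Of these 19 members, 18 were read in both libraries. The remaining one, sha-miR156f-p5_stu on chromosome 12 of SL2.40 (hairpin from 3275227 to 3275488), had 1 read in the NT library and 0 in the CT library, a difference that is not detectable at this depth. Summed over the 8 sequences, the family had 1418.5 reads in CT and 1588 in NT. All 13 members of sha-miR171 were matched, with 10 distinct sequences, and 12 of them were read in both libraries. The sequence of sha-miR384-5p_stu had 2869 reads in CT and 3146 in NT over its 2 loci. The deposited report names this sequence nta-miR394, so it is placed there in another family than in the paper.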

The largest family was the 156 miRNA family with 21 members, including two members only identified in the NT library and the remaining 19 ones presented in both two libraries, followed by the 171 miRNA family, while the 169 and 384 miRNA families were the smallest, each containing only one miRNA member. In addition, the member of the 169 miRNA family and one member of 408 miRNA family were exclusively detected in the CT library. Among these, 47 miRNAs designated as p3 or p5 were identified for the first time in tomato, which comprised new flanking sequences or other sequences of known miRNAs deposited in miRBase 20.0.

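sha-miR169c-3p_stu had 2 reads in the CT library and 0 in the NT library. Both numbers lie at or under the floor of 3 reads, so no fold is given for this miRNA. Its hairpin lies on chromosome 7 from 2174563 to 2174767. sha-miR408a-5p_stu, whose hairpin lies on chromosome 1 from 82792678 to 82792939, had 33 reads in CT and 0 in NT. Set against the floor in the NT library, its observed normalized reads were at least 15.8-fold higher in CT (Fisher's exact test on the reads of the 2 libraries, p = 8.9e-15). The counting limit, which also covers the error of the 33 reads, is lower, at a log2 (CT/NT) of 3.61.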

**Figure 2:**
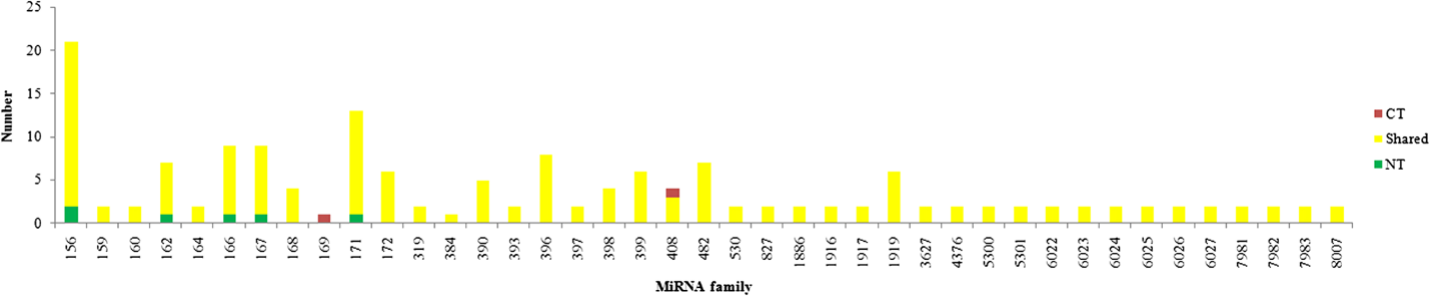
**Numbers of conserved miRNAs in different miRNA families in tomato.**

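Of the 138 matched conserved miRNAs, 131 had reads in both libraries. Only sha-miR169c-3p_stu and sha-miR408a-5p_stu had reads in the CT library alone, while 5 miRNAs had reads in the NT library alone. Among the latter, sha-miR166g-p5_nta had 12 reads, a log2 (CT/NT) of -1.47 against the floor, but its counting limit of -0.95 falls short of the threshold of 1. sha-miR162-p5_cme and sha-miR162b-5p_stu share 1 sequence with 5 reads in NT, whose upper counting limit of 0.65 lies above 0. sha-miR171h-p5_vvi had 3 reads, at the floor, and sha-miR156f-p5_stu had 1 read, so that absence from the CT library cannot be shown for these 4 miRNAs. sha-miR167-p3 had 1 read in CT and 3 in NT. The number of miRNAs counted as found in 1 library only changed most with the number of reads that counts as detection: at a minimum of 10 reads, 113 conserved miRNAs were found in both libraries, 4 in CT only and 12 in NT only.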

In the CT and NT libraries, there were 153 miRNAs in common, while two miRNAs that were sha-miR169c-3p_stu and sha-miR408a-5p_stu were only found in the CT library; six miRNAs that were sha-miR156e-p3_stu, sha-miR156f-p5_stu, sha-miR162-p5_cme, sha-miR166g-p5_nta, sha-miR167-p3 and sha-miR171h-p5_vvi were specific to the NT library (Figure 3, Additional file 1: Table S1). On the other hand, the frequency of miRNAs in the two libraries can be regarded as an index for estimating the expression amounts of miRNAs. Therefore, after sequencing, raw reads obtained by sequencing were normalized for the chi-square test, the fisher-exact test and log_2_ ratio determination between the CT and NT libraries. 

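In the deposited report, the normalized reads of each library are its reads times 1 constant, which is 1.20 for the CT library and 0.833 for the NT library. The product of both constants is 1, and their ratio is 1.44. A read in the CT library thus counts 1.44 times as much as a read in the NT library. The NT library had 1.67 times the clean reads and 1.60 times the raw reads of the CT library. Scaling by clean reads would therefore raise every log2 ratio (CT/NT) by 0.21, and scaling by raw reads by 0.15. A scaling that sets the median CT/NT ratio of 172 sequences with at least 10 reads in both libraries to 1 would give a ratio of 1.43, close to that of the authors. The values printed in the paper's Tables S1 and S2 correspond to constants of 1.19 and 0.840.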

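Among the 138 matched conserved miRNAs, 50 had higher normalized reads in the CT library, or reads in CT only, and 88 had higher normalized reads in the NT library, or reads in NT only. The median log2 (CT/NT) was -0.18. The split between increased and decreased members moved most with the scaling of the libraries: scaled by clean reads, 70 miRNAs were increased and 68 decreased. For 49 of the 131 miRNAs read in both libraries, the counting interval of log2 (CT/NT) over all reads of the sequence included 0, so the direction of these miRNAs was not detectable at this depth.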

The result of this comparison showed that 66 miRNA members increased in response to chilling stress with log_2_ (CT/NT) > 0, whereas 95 members decreased with log_2_ (CT/NT) < 0. Only miRNAs with significant expression amounts (chi-square test and fisher-exact test) of both < 0.05 and | log_2_ (CT/NT) | ≥ 1 were considered to be significantly regulated. Among these miRNAs, 12 miRNAs that were sha-miR166a-p5, sha-miR319, sha-miR397_nta, sha-miR397-p5, sha-miR398a-3p_stu, sha-miR398a-5p_stu, sha-miR398a-p3_cme, sha-miR399-p5, sha-miR408_nta, sha-miR408a-3p_stu, sha-miR408b-5p_stu and sha-miR530a_cme significantly increased in response to chilling stress, while 20 miRNAs significantly decreased (Additional file 1: Table S1). 

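With the rule that both tests give a p under 0.05 and the absolute log2 (CT/NT) is at least 1, 11 of the 138 matched conserved miRNAs were significantly increased and 19 significantly decreased. Among the miRNAs read in both libraries, the largest increase was that of sha-miR398a-5p_stu on chromosome 11 (hairpin from 47382869 to 47383129), with 225 reads in CT and 17 in NT and a log2 (CT/NT) of 4.25 (counting interval 3.54 to 5.06, Fisher's exact test, p = 3.0e-74). sha-miR408_nta on chromosome 1 (82801314 to 82801397) had 759 and 159 reads and a log2 (CT/NT) of 2.78 (2.53 to 3.04). sha-miR408b-5p_stu from an overlapping hairpin had 530 and 186 reads, a log2 (CT/NT) of 2.04 (1.79 to 2.29). sha-miR166a-p5 reached 1.05 with 33 and 23 reads, and its interval of 0.24 to 1.88 extends below the threshold. sha-miR399-p5 had 14 reads in CT and 5 in NT, with an interval of 0.46 to 3.84. sha-miR397_nta, sha-miR397-p5, sha-miR319, sha-miR408a-5p_stu, sha-miR399b-p5_nta and sha-miR399n-5p_stu also passed the rule. sha-miR398a-3p_stu, sha-miR398a-p3_cme, sha-miR408a-3p_stu and sha-miR530a_cme were not analysed here. The strongest decrease was that of sha-miR482d-5p_stu on chromosome 6 (33870217 to 33870341), from 4503 reads in NT to 574 in CT. Next came sha-miR5301 with a log2 (CT/NT) of -2.08, sha-miR166b-p5 with -2.08, sha-miR6024-5p_stu with -2.01 and sha-miR168a-3p with -1.86. The paper states that normalized reads were tested, and with these rounded to whole numbers, 12 miRNAs were significantly increased and 16 significantly decreased. The counts depended most on the fold threshold: at an absolute log2 ratio of at least 2, 6 miRNAs were significantly increased and 4 significantly decreased.

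**Figure D1:**
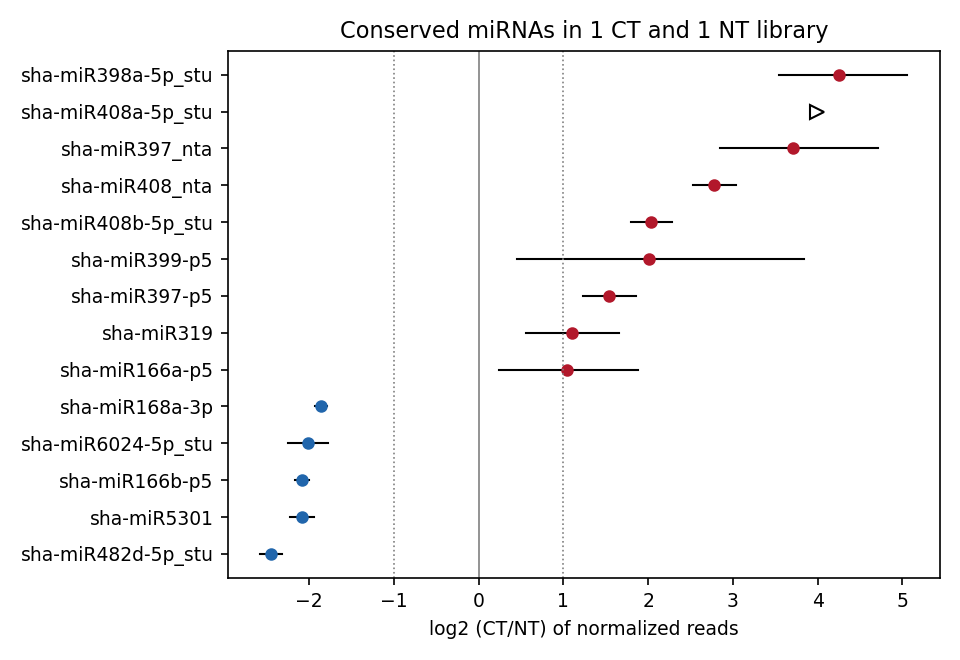
log2 (CT/NT) of normalized reads for the increased conserved miRNAs that the paper names and for the 5 conserved miRNAs with the strongest decrease. Dots are the ratios of the 2 libraries, lines their 95% counting intervals, dotted lines the threshold of 1 in each direction, and the open triangle the ratio of sha-miR408a-5p_stu to the floor, since it had 0 reads in NT; the values run from -2.44 to 4.25.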

Of the 47 newly identified miRNAs, most had lower expression amounts with norm read <100, possibly because the new flanking sequences or other miRNA sequences were theoretically more volatile than the others [13, 41].

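Of the 47 conserved entries named p3 or p5, 35 had their sequence in the deposited report. In 20 of these 35, the normalized reads were under 100 in both libraries, against 46 of the 103 other matched conserved entries. The mean of the normalized reads of both libraries had a median of 48.2 over the p3 and p5 entries and of 136 over the others. Some p3 and p5 entries were abundant. The highest value was that of sha-miR159-p5 in NT, with 20302 normalized reads, against 9176 in CT. In the CT library sha-miR5301-p3 had more reads than sha-miR159-p5, 9497 against 7645. Among the 35 entries, 4 were significantly increased and 7 significantly decreased. The difference in abundance between these groups was not tested, because miRNAs are not independent replicates.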

**Figure 3:**
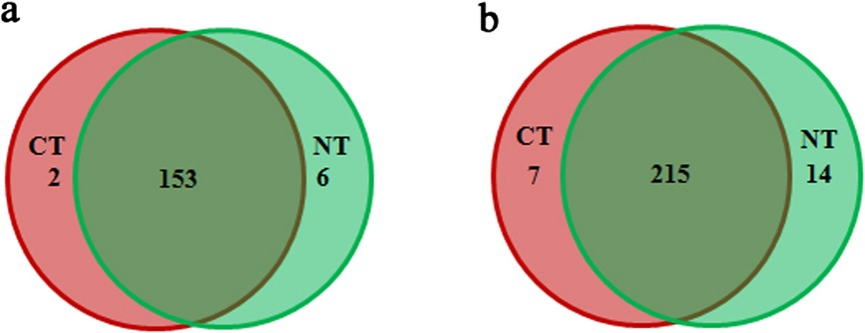
**Venn diagram of miRNAs identified in the CT (pink) and NT (green) libraries.** **a** conserved miRNAs. **b** novel miRNAs.

### Identification of novel miRNAs from tomato

To identify potentially novel miRNAs from tomato, after filtering out the conserved miRNAs, sequences ranging from 19 to 24 nt were used to further analysis using strict criteria for miRNA prediction. Second structures of the pre-miRNAs were predicted by UNAfold software (http://mfold.rna.albany.edu/?q=mfold/RNA-Folding-Form) [17, 42]; only those with stable hairpin structures were considered. The minimal folding free index (MFEI) was an important feature used to distinguish miRNAs from other noncoding RNAs [43]. In this study, miRNAs with MEFIs exceeding 0.80 were regarded as candidate miRNAs. 

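The deposited report holds 4156 predicted sequences, of which 3902 were 19 to 24 nt long. Of these, 3292 had a hairpin with an MFEI of at least 0.8, a value the report gives to 1 decimal. All 236 entries of Table S2 were found in the report by their exact sequence. Their MFEI lay between 0.8 and 2.1, with a median of 1.1, and 25 entries stood at 0.8, where rounding leaves open whether the value exceeds it. The mature sequence was 24 nt long in 163 entries and 21 nt long in 50. Of the 39 predicted sequences that passed both criteria and had at least 50 reads over both libraries, 36 are listed in Table S2. Which criteria separated the listed from the unlisted candidates at lower reads was not analysed here.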

Ultimately, 236 novel miRNAs corresponding to 224 unique sequences generated from 171 precursors were discovered from tomato in the two libraries (Additional file 3: Table S2, Additional file 4: Figure S2).

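With 1 read counted as detection, 215 PC miRNAs were read in both libraries, 7 in the CT library only and 14 in the NT library only. Of the miRNAs read in 1 library only, PC-82-5p had 12 reads and PC-118-5p had 8 reads in NT. The other 19 had at most 3 reads, so their absence from the second library is not detectable at this depth. With at least 10 reads required for detection, 92 PC miRNAs were found in both libraries, 16 in CT only and 57 in NT only.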

As shown in a Venn diagram, 215 novel miRNAs were shared in both libraries; 14 novel miRNAs were unique to the NT library, while seven novel miRNAs were only identified in the CT library (Figure 3). Meanwhile, the expression amounts of the miRNAs between the two libraries were compared. Of the miRNAs identified, 126 miRNAs increased in response to chilling stress, while 110 miRNAs decreased. Moreover, 11 miRNAs significantly increased, while six miRNAs significantly decreased (Additional file 3: Table S2). On the other hand, compared with the conserved miRNAs, most of the novel miRNAs had low expression amounts with norm read <100, which was consistent with previous reports in *Arabidopsis* [41, 44] and wheat [45]. However, several miRNAs, such as PC-58-3p and PC-58-5p, were present at high amounts with norm read > 1,000, which was different from previous results.

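Of the 236 PC miRNAs, 129 had higher normalized reads in the CT library or reads there only, and 107 in the NT library. The median log2 (CT/NT) was 0.16. The median PC miRNA had 21 reads over both libraries, and 199 had fewer than 50. The counting interval of log2 (CT/NT) over all reads of the sequence included 0 for 185 of the 215 PC miRNAs read in both libraries. With at least 50 reads over both libraries required, 24 PC miRNAs were increased and 13 decreased.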

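Under the rule used for the conserved miRNAs, 12 PC miRNAs were significantly increased and 7 significantly decreased. Apart from PC-69-5p and PC-170-5p, the largest increases among those with at least 10 reads were those of PC-39-3p with 9 reads in CT and 3 in NT, a log2 (CT/NT) of 2.11 (counting interval 0.11 to 4.63), PC-155-5p with 16 and 7 reads, a log2 of 1.72 (0.36 to 3.24), and PC-89-3p with 14.5 and 7.5 reads, a log2 of 1.48 (0.10 to 2.88). The ratio with the most negative value was that of PC-3-3p on chromosome 6, with 1 read in CT and 12.5 in NT, a log2 of -3.12 (-8.58 to -0.44). PC-140-5p had 1 read in CT and 12 in NT, a log2 of -3.06 (-8.48 to -0.30). PC-75-5p rested on more reads, 62 in CT and 361 in NT, with a log2 of -2.01 (-2.43 to -1.62) and a Fisher's exact test p of 3.2e-25. PC-82-5p, with 12 reads in NT only, passed the rule by its ratio to the floor, with a counting limit of -0.95. PC-100-5p had 7 and 28 reads and a log2 of -1.47 (-2.91 to -0.24). With the tests on rounded normalized reads, the values the paper states were tested, 18 PC miRNAs were significantly increased and 3 significantly decreased, and these share 15 calls with the 19 above. With each distinct sequence counted once by all of its reads, 12 were significantly increased and 9 significantly decreased. Only 2 of the increased and 3 of the decreased PC miRNAs had at least 50 reads over both libraries. After a Benjamini-Hochberg adjustment of both p-values over the class, 4 increased and 2 decreased PC miRNAs remained.

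**Figure D2:**
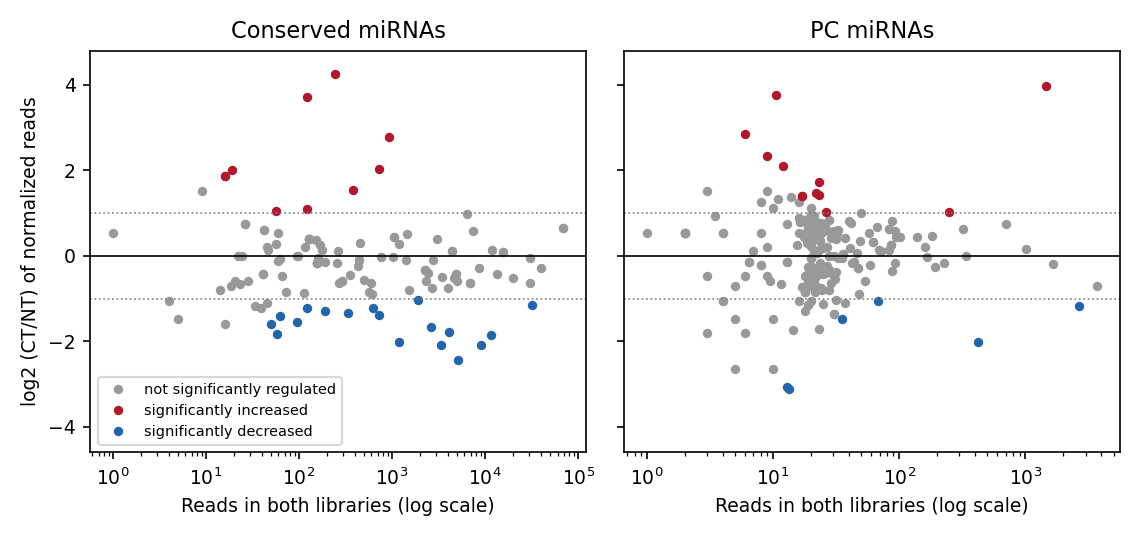
Reads over both libraries (log scale) against log2 (CT/NT) of normalized reads for the conserved and the PC miRNAs read in both libraries. Each dot is 1 miRNA, red where significantly increased, blue where significantly decreased, with dotted lines at 1 in each direction. At least 50 reads lie behind 25 of the significantly regulated conserved miRNAs and 5 of the PC miRNAs.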

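In 223 of the 236 PC miRNAs, 94.5%, the normalized reads were under 100 in both libraries. Among the matched conserved miRNAs this was so for 66 of 138, 47.8%.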

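PC-58-3p and PC-58-5p come from the arms of 1 hairpin on chromosome 5, from 60646055 to 60646315. PC-58-3p had 1335 normalized reads in CT and 2168 in NT, from 1112 and 2602 reads, and was the only PC miRNA above 1000 in both libraries. Its log2 (CT/NT) was -0.70 (counting interval -0.80 to -0.60). PC-58-5p had 757 normalized reads in CT and 1700 in NT, with a log2 of -1.17, which became -0.96 when the libraries were scaled by clean reads. The third PC miRNA above 1000 in a library was PC-69-5p, in CT. PC-75-3p had 629 reads in CT and 1027 in NT. Its log2 of -0.18 changed sign to 0.03 under scaling by clean reads.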

### Identification of conserved miRNAs targets in tomato

To understand the function of the miRNAs, high-throughput degradome sequencing, a new technology [21, 46], was utilized to identify the miRNAs targets. In this study, 12,654,699 and 10,844,042 raw reads corresponding to 8,431,161 and 7,202,445 unique reads were initially obtained in the CT and NT library, respectively (Table 2). Following BLAST analysis, 74.14% and 64.13% of the reads could be mapped to mRNA (ftp://ftp.solgenomics.net/est_sequences/species/Tomato), respectively.

**Table 2:** **Summary of degradome library data**

Library	Raw reads	Unique raw reads	cDNA mapped reads	Total number of input cDNAs	Number of coverd cDNAs
CT	12,654,699	8,431,161	9,382,112	223,441	200,249
	-	-	74.14%	-	89.62%
NT	10,844,042	7,202,445	6,954,750	223,441	198,805
	-	-	64.13%	-	88.97%

For data analysis, CleaveLand3.0 software was used to detect the cleavage products guided by miRNAs. According to the sequencing result, the abundance of sequenced tags was plotted on every transcript, and the cleaved target transcripts were classified into five categories, namely, category 0, category 1, category 2, category 3 and category 4. For the conserved miRNAs, 281 sequences of 62 target genes from 42 conserved miRNAs were identified out of 161 conserved miRNAs (Additional file 5: Table S3). However, the targets of most miRNAs were not identified, perhaps because the abundance of cleavage products was too low to be detected or because the interaction between miRNAs and the targets did not involve cleaving.

Of these sequences, 182 sequences of target genes were shared between the two libraries, including 97 decreased, 83 increased and two constant sequences, while 88 sequences were only identified in the CT library and 11 were only found in the NT library. In the CT library, 270 sequences for conserved miRNAs were identified. The abundance ranged from eight to 3,872 tags per billion. Of these sequences, 146 belonged in category 0, while 13 sequences of conserved miRNAs were in category 1; 96 sequences were in category 2; two were in category 3 and 13 were in category 4. By contrast, 193 sequences of miRNAs were identified in the NT library with abundance ranging from nine to 7,470 tags per billion. Of these, the most abundant category was category 0 including 98 sequences. Additionally, eight, 53 and 34 sequences of conserved miRNAs were grouped into category 1, 2 and 4, respectively (Additional file 5: Table S3). All of the identified target plots (t-plots) were shown in Additional file 6: Figure S3 and additional file 7: Figure S4. Sequenced tags of targets between the two libraries were compared, and the result showed that there were more specific targets detected in the CT library than in the NT library. The result suggested that chilling stress might cause the cleavage of miRNA targets, leading to the accumulation of cleaved fragments.

Among the identified targets, more target genes were predicted to be cleaved by one miRNA. For example, *TCP2*, *TCP4* and *TRPB2* were targeted by sha-miR319b_stu. On the other hand, one target was usually cleaved by more than one miRNAs. For example, *SPL6* was predicted to be cleaved by sha-miR156a, sha-miR156c, sha-miR156c_nta, sha-miR156d_nta, sha-miR156e_stu, sha-miR156g_stu, sha-miR156h_stu, sha-miR156i_stu and sha-miR156j_stu. By contrast, only one target was found for sha-miR156d_nta and sha-miR393-5p_stu. Interestingly, several targets were cleaved by pairs of miRNAs, such as sha-miR396b_nta and sha-miR396c_nta, both of which targeted *CYSPL*, *RD21A*, *DRM1*, *CPR1*, *CYP40* and *DRM2*, which suggested that the two miRNAs might cooperate to regulate gene expression (Additional file 5: Table S3).

To understand more about the roles of miRNAs in the response to chilling stress, gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) pathway analysis were performed. GO analysis showed that the targets were associated with various functions (Additional file 8: Figure S5). GO enrichment analysis showed that the target genes of differentially expressed conserved miRNAs were mainly involved in metal ion binding, cytoplasm and superoxide dismutase activity. However, fewer functions were found using KEGG analysis (Additional file 9: Table S4). Gene functional analysis showed that sha-miR398_nta targeted 62 sequences of Cu/Zn superoxide dismutase (EC:1.15.1.1) gene, including 18 found in both libraries. The result suggested that the 18 sequences were not key regulators of the chilling response, while the remaining 44 sequences might play important roles in the stress response. Additionally, transcription factors and stress-responsive proteins were also targeted by miRNAs. For example, scarecrow-like protein, ribosomal protein and TCP family transcription factors targeted by sha-miR171 (sha-miR171a, sha-miR171a_nta, sha-miR171b-3p_stu, sha-miR171c_mtr and sha-miR171d), sha-miR156i-p3_nta and sha-miR319b_stu, respectively, were mainly found in the CT library, which suggested that these miRNAs might play important roles in the chilling stress response, which was in agreement with the results reported in rice [27]. On the other hand, sha-miR396 (sha-miR396a_nta and sha-miR396b_nta) directly targeted low-temperature-induced proteins that might play positive roles in the chilling response, and sha-miR160a and sha-miR167b_nta might participate in the stress response by targeting an auxin response factor gene.

### Identification of novel miRNAs targets in tomato

Like the conserved miRNAs, the targets of most novel miRNAs were not identified; out of the 236 novel miRNAs identified, only 34 sequences of nine genes were predicted for nine novel miRNAs (Table 3, Additional file 10: Table S5). Among these target sequences, 20 were identified in both libraries, including 15 decreased and five increased, while 11 were only found in the CT library and three were unique to the NT library. The abundance of the sequenced tags was plotted for every transcript (Additional file 6: Figure S3, Additional file 7: Figure S4, Additional file 10 Table S5); the transcripts were distributed into four categories. Unlike the targets of conserved miRNAs, most tags of novel miRNAs were grouped into category 2. In the CT library, 31 sequences with abundance ranging from eight to 9,509 tags per billion were detected. Of these 31 sequences, 14 were in category 2; 11 were in category 0; five were in category 4 and only one was in category 1. By contrast, 23 sequences with abundance ranging from 18 to 3,381 tags per billion were found in the NT library. There were five, two and 16 sequences in category 0, 1 and 2, respectively.

**Table 3:** **Functional description of target genes cleaved by novel miRNAs from the CT and NT libraries**

miRNA	Target gene NO.	Target gene description	Annotation	
			GO	KEGG
PC-46-5p	SGN-E548613	Probable protein phosphatase 2C 35-like	P2C65	-
PC-58-5p	SGN-E233471	Receptor-like protein kinase HAIKU2-like	IKU2	Protein-serine/threonine kinase
	SGN-E236245, SGN-E244660, SGN-E232041 and SGN-E378026	As above	As above	-
PC-75-3p	SGN-E263621, SGN-E355515, SGN-E356830, SGN-E356831 and SGN-E707134	Uncharacterized protein	AGO2	Argonaute
PC-89-5p	SGN-E746319	Bidirectional sugar transporter SWEET11-like	SWT11	-
PC-93-3p	SGN-E226448 and SGN-E703722	60S ribosomal protein L8-like	RL8	Large subunit ribosomal protein L8e
	SGN-E287356, SGN-E708964 and SGN-E713893	Bibosomal protein L2-like	RL8	As above
PC-102-5p	SGN-E233896, SGN-E350418, SGN-E351849, SGN-E352584, SGN-E353944, SGN-E701432, SGN-E705552, SGN-E713099 and SGN-E713896	Cellulose synthase A catalytic subunit 1 [UDP-forming]-like	CESA1	Cellulose synthase A
PC-117-5p	SGN-E720902	18.5 kDa class I heat shock protein-like isoform 1	HSP11	-
PC-125-3p	SGN-E294611 and SGN-E705851	Xyloglucan endotransglucosylase/hydrolase protein	XTH32	Xyloglucan:xyloglucosyl transferase
PC-146-5p	SGN-E208808, SGN-E254753, SGN-E262673, SGN-E269493 and SGN-E303554	Inositol-pentakisphosphate 2-kinase-like	IPPK	Inositol-pentakisphosphate 2-kinase

Unlike the conserved miRNAs, more target tags of the novel miRNAs were detected in the NT library, which suggested that under chilling stress, cleaving might not be the main mode of action between novel miRNAs and target genes. Perhaps eliciting mRNA degradation or arresting mRNA translation played a dominant role in this interaction. GO enrichment analysis showed that integral to membrane, cellulose biosynthetic process and cellular cell wall organization were the main functions of the target genes cleaved by the differentially expressed novel miRNAs (Additional file 8: Figure S5).

Compared with the targets of conserved miRNAs, target gene description showed that the target genes of novel miRNAs were with special functions (Table 3). Receptor-like protein kinase is regarded as the sensor or transducer of stress signals. A receptor-like protein kinase gene targeted by PC-58-5p was identified in the current study. The gene encoding xyloglucan endotransglucosylase/hydrolases (EC:2.4.1.207) targeted by PC-125-3p was detected, and the tag sequences were only detected in the NT library. In addition, PC-102-5p, targeting a cellulose synthase (EC:2.4.1.12) subunit gene, was detected in the two libraries. And the inositol-pentakisphosphate 2-kinase-like (EC:2.7.1.158) gene, which plays a role in the reaction between ATP and ADP and is targeted by PC-146-5p, was also identified.

### qRT-PCR verification

To examine the miRNAs expression amounts and verify the sequencing result, nine miRNAs including six conserved miRNAs and three novel miRNAs were selected for further analysis. Following previous studies [39, 47, 48], poly (A)-tailed qRT-PCR was utilized to analyze the temporal and spatial expression patterns of these miRNAs in tomato. For further verification and confirmation, another chilling-tolerant tomato cultivar, ‘Hezuo908’, was subjected to the same treatment as the tomato cultivar ‘LA1777’. Quantitative analysis showed that compared with the expression amounts of miRNAs in the NT libraries, the expression amounts of the nine miRNAs varied in the CT libraries of both cultivars (Figure 4). At 1 h of treatment, the expression amounts of sha-miR156a, sha-miR482b and PC-69-5p were significantly higher in both CT libraries than that in the NT libraries, followed by a marked decrease and then gradually increased. The expression amounts of sha-miR6023-p5 and sha-miR6027 were also significantly higher in both CT libraries at 1 h and then obviously decreased at 12 h. At 4 h, the expression amounts of sha-miR160a, sha-miR398_nta and PC-46-5p were significantly higher in both CT libraries than that in the NT libraries and then decreased, while the expression amounts of PC-170-5p were significantly higher in the CT libraries at 8 h.Meanwhile, the expression amounts of six target genes cleaved by sha-miR160a, sha-miR398_nta, sha-miR482b, sha-miR6027 and PC-46-5p were also verified by qRT-PCR. As shown in Figure 5, the expression amounts of target genes cleaved by sha-miR160a and PC-46-5p were both significantly lower in the CT libraries, followed by an increase, and they were significantly higher in the CT libraries at 48 h. The expression amounts of the target genes cleaved by sha-miR398_nta and sha-miR6027 exhibited the same trend, while they were significantly higher in the CT libraries and peaked at 24 h and 12 h, respectively. At 1 h, the expression amounts of target genes of sha-miR482b were significantly lower in CT libraries, followed by an increase and peaked at 24 h. The results were basically identical to the sequencing data.

**Figure 4:**
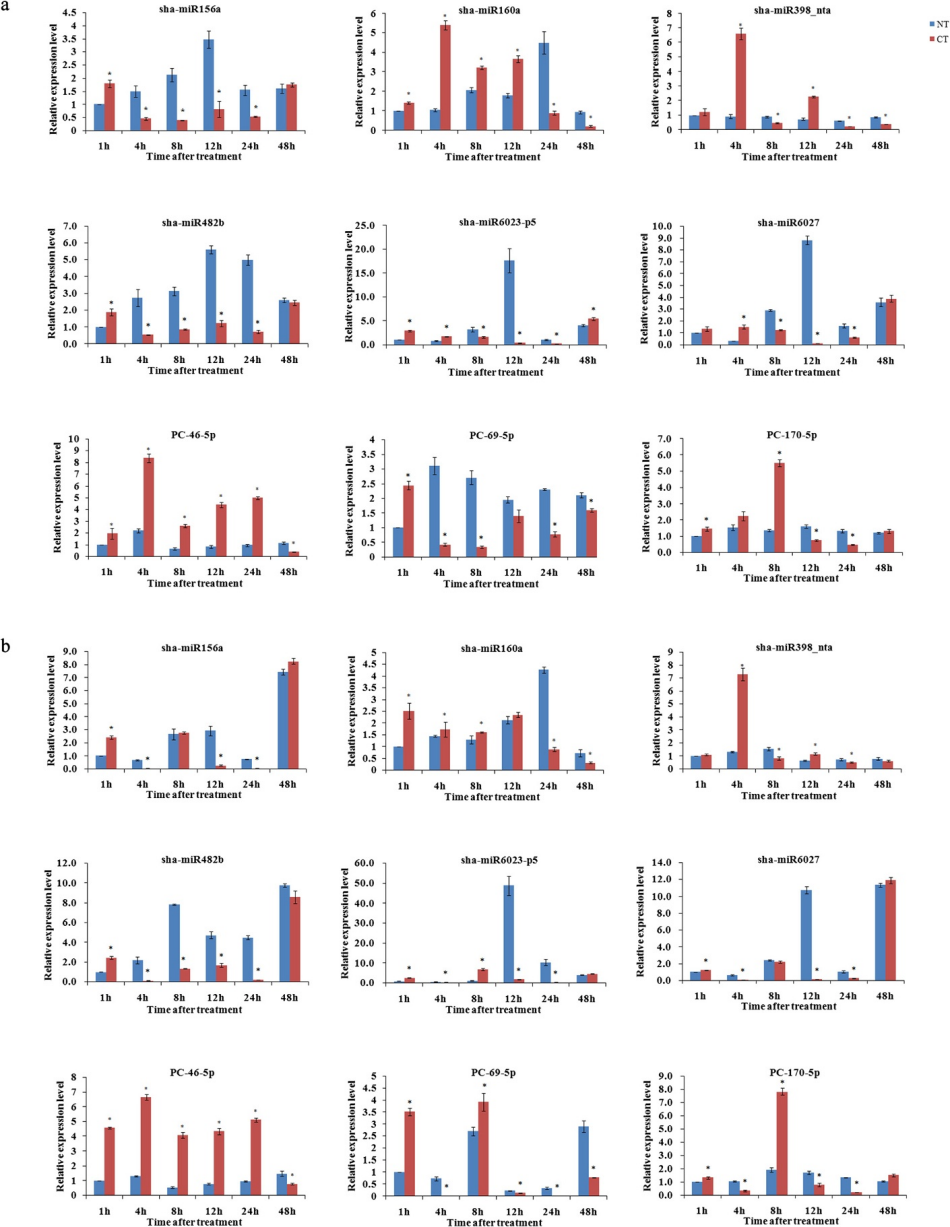
**qRT-PCR validation of chilling-responsive conserved and novel miRNAs in ‘LA1777’ (a) and ‘Hezuo908’ (b) tomato.** The reference gene was *5S rRNA*. All reactions were repeated three times. Normalized miRNA expression amount at 1 h without chilling treatment was arbitrarily set to 1. Differences between the NT and CT libraries were tested with a T test. *indicates a significant difference between the two libraries (<0.05).

**Figure 5:**
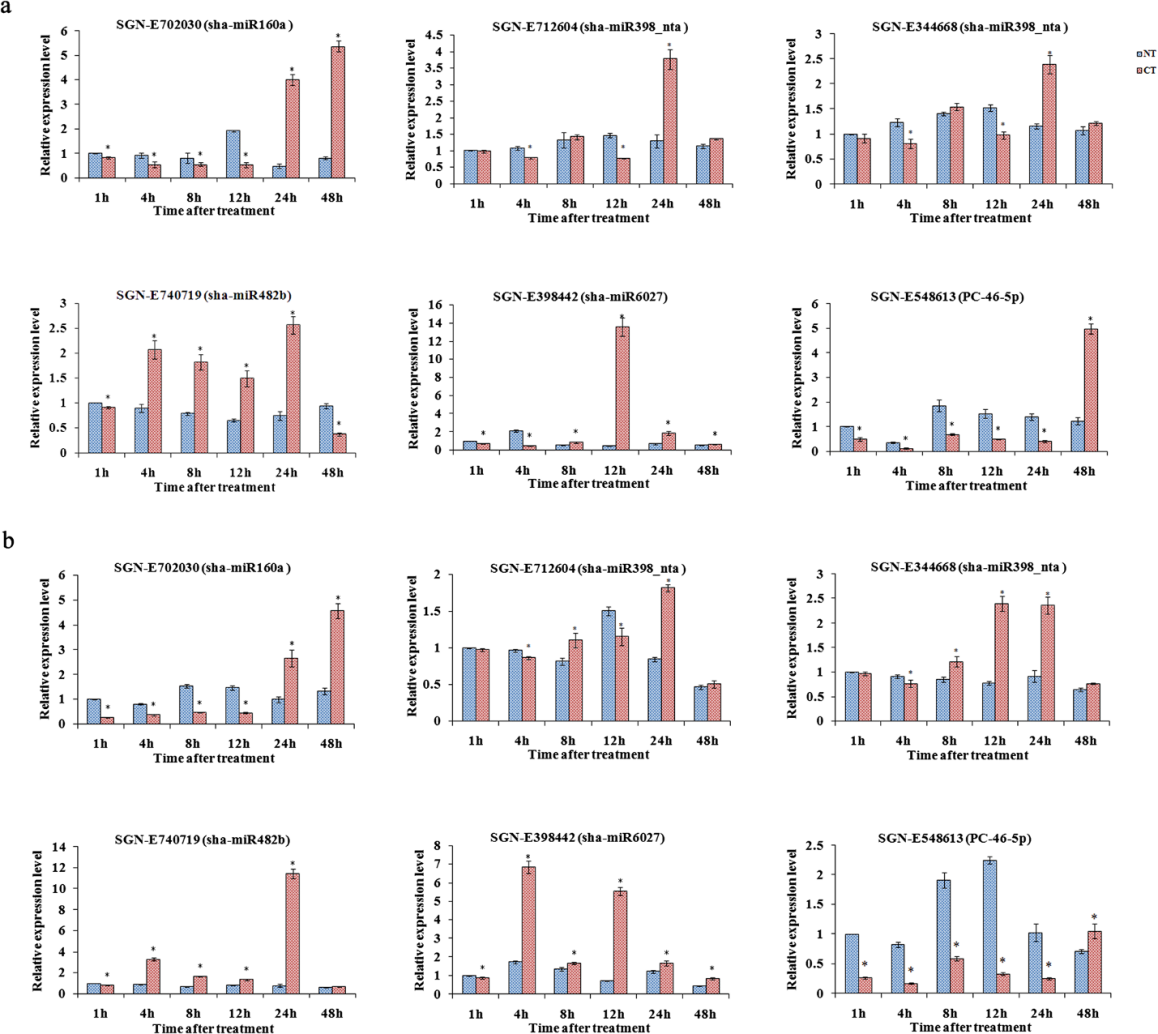
**qRT-PCR validation of target genes in ‘LA1777’ (a) and ‘Hezuo908’ (b) tomato.** The reference gene was *Actin*. All reactions were repeated three times. Normalized target gene expression amount at 1 h without chilling treatment was arbitrarily set to 1. Differences between the NT and CT libraries were tested with a T test. *indicates a significant difference between the two libraries (<0.05).

### Network analysis

A total of 71 genes targeted by 51 miRNAs were detected in response to chilling stress. The network between miRNAs and target genes was elucidated according to GO analysis (Figure 6). 

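The directions of the miRNAs in the network can be read from the small RNA libraries, while the cleaved targets were not analysed here. The named members of sha-miR156 had log2 (CT/NT) values between 0.13 for sha-miR156i-p3_nta and 0.45 for sha-miR156a and sha-miR156c. Over all reads of a sequence, the counting interval lay above 0 for the sequence of sha-miR156a and sha-miR156c (0.32 to 0.57) and for that of sha-miR156d_nta, which sha-miR156e_stu, sha-miR156g_stu, sha-miR156h_stu, sha-miR156i_stu and sha-miR156j_stu share (183 reads in CT and 202 in NT, 0.09 to 0.68). The interval included 0 for sha-miR156c_nta, with a log2 of 0.21 (-0.33 to 0.78), and for sha-miR156i-p3_nta (-0.32 to 0.58). sha-miR171b-3p_stu had a log2 of 0.25 (-0.20 to 0.71). The 3 named members of sha-miR396 had values of 0.09 (sha-miR396a_nta), 0.38 (sha-miR396b_nta, with an interval of -0.10 to 0.85 that includes 0) and 0.98 (sha-miR396c_nta), and the last passed the threshold of 1 under scaling by clean reads, with 1.19. PC-102-5p had 67 reads in CT and 71 in NT, a log2 of 0.44 (-0.06 to 0.95). sha-miR319b_stu was not analysed here. On the decreased side, sha-miR168a-5p and sha-miR168b-5p share 1 sequence with a log2 of -0.64 (-0.71 to -0.57), and sha-miR171c_mtr had -1.58 (-2.67 to -0.49). The intervals included 0 for sha-miR167b_nta with a log2 of -0.42, sha-miR171d with -0.59 and PC-146-5p with -0.80. sha-miR171a and sha-miR171a_nta, with values of -0.03 each, turned positive under scaling by clean reads, with 0.18 each. PC-125-3p had 0 reads in CT and 2 in NT, under the floor in both libraries.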

As shown in the network, the increased sha-miR156 (sha-miR156a, sha-miR156c, sha-miR156c_nta, sha-miR156d_nta, sha-miR156e_stu, sha-miR156g_stu, sha-miR156h_stu, sha-miR156i_stu, sha-miR156j_stu and sha-miR156i-p3_nta), sha-miR171b-3p_stu, sha-miR319b_stu, sha-miR396 (sha-miR396a_nta, sha-miR396b_nta and sha-miR396c_nta), sha-miR398_nta and PC-102-5p played important regulatory roles in the network by regulating the expression of genes encoding anti-stress proteins (*SPL*, *RL*, *SCL* and *TCP*), antioxidant enzyme (*SODC2*) and cellulose synthesis (*CESA1*), while the decreased sha-miR160a, sha-miR167b_nta, sha-miR168 (sha-miR168a-5p and sha-miR168b-5p), sha-miR171a, sha-miR171a_nta, sha-miR171c_mtr, sha-miR171d, PC-58-5p, PC-146-5p and PC-125-3p were involved in signal transduction and cell wall formation, as well as regulation of genes encoding anti-stress proteins (*SCL15/27*). Of the target genes examined, *SPL*, *SCL*, *TCP*, *SODC2*, *CESA1*, auxin response factors genes (*ARFV*, *ARFQ*, *ARFH* and *ARFL*), *IKU2*, *IPPK* and *XTH32* might be the most important genes in the entire network.

**Figure 6:**
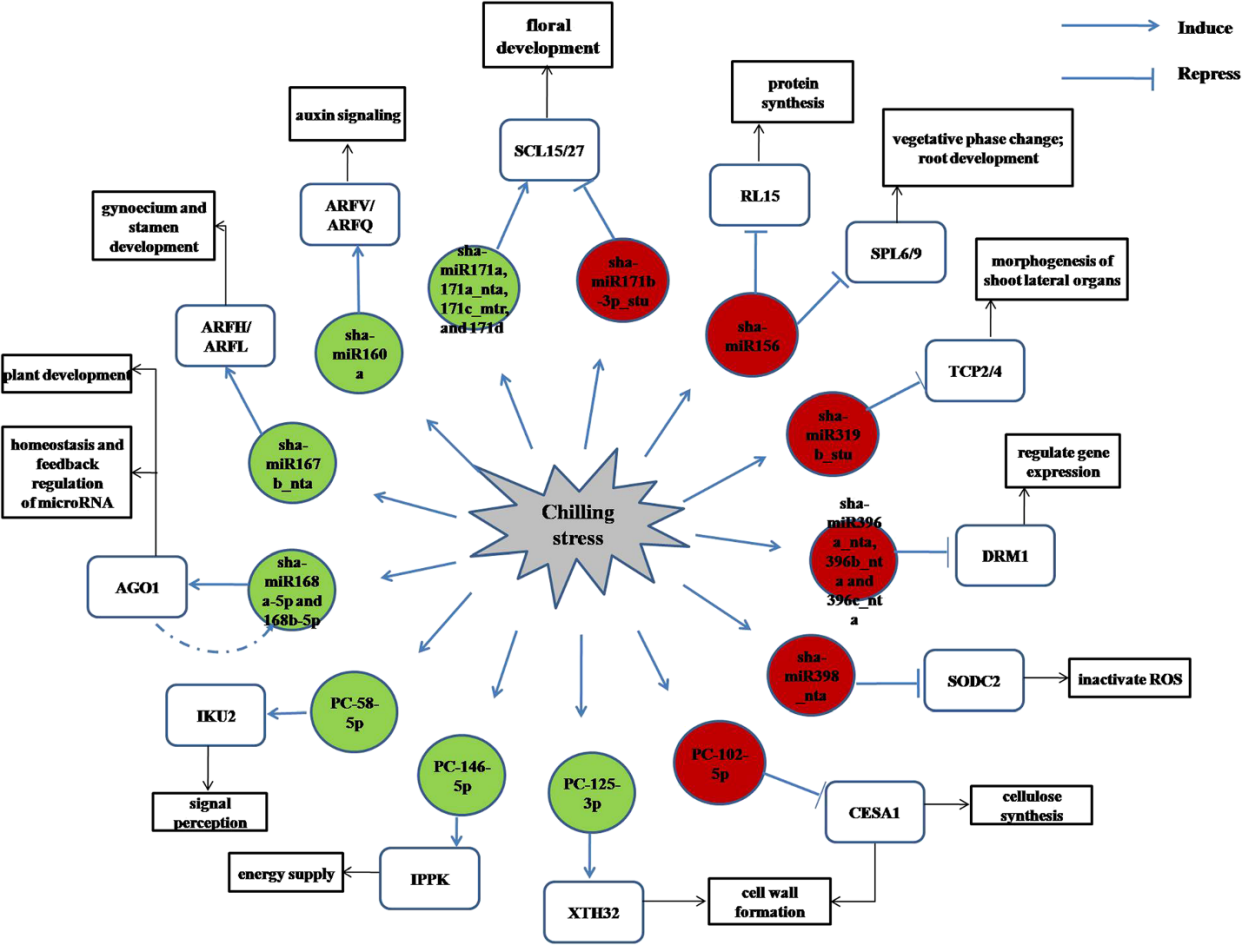
**MicroRNA-gene network analysis.** Target genes of microRNAs identified in the CT and NT libraries from tomato were assembled into the network according to GO annotation. The circles represent miRNAs (red indicates upregulated miRNAs and green indicates downregulated miRNAs), and rectangles represent the target genes.

## Discussion

MiRNAs, a class of noncoding small RNAs, are important regulators involved in plant growth, development and stress responses that have received increasing amounts of attention [9, 32, 49–51]. In recent years, a new approach for discovering miRNAs, high-throughput sequencing technology, has been widely used to identify conserved and novel miRNAs in plants, which has enlarged the realm of miRNA research and made miRNA a hotspot of epigenetic research. Abiotic stress, a common stress that seriously affects plant production, has also received increasing attention. The miRNA regulation theory and the utilization of high-throughput sequencing have opened up a new area of abiotic stress research. In recent years, great progress has been made in understanding the role of miRNAs in the response to various environmental stresses, such as drought [52, 53], salt [54, 55] and waterlogging stresses [56]. Chilling is a common abiotic stress that seriously affects normal plant growth, development, yield and quality. Plant miRNAs involved in chilling response have been increasingly studied during the past few years. However, to our knowledge, few such studies have been reported in tomato.

Tomato is an important vegetable crop that is grown worldwide [57]. Chilling is a common abiotic stress that affects tomato cultivation, especially in the greenhouse during the cooler seasons [58]. In China, solar greenhouses are the principal systems employed for tomato cultivation in the spring and winter, when chilling stress is common [58]. Since miRNAs are thought to be important for the abiotic stress response and a high-through sequencing approach is available, research on chilling-responsive miRNAs in tomato will help to reveal the response mechanisms of the miRNAs and to further elucidate the mechanism of miRNA regulation in general. More importantly, the study provides a theoretical foundation for breeding chilling-tolerant tomato cultivars and for further research on miRNA regulation of the response to chilling stress.

### Conserved and novel miRNAs in tomato

To identify chilling-responsive miRNAs from tomato, two small RNA libraries from tomato seedlings treated with and without chilling stress were constructed. A high-through sequencing approach was utilized to identify conserved and novel miRNAs; 4,342,604 and 7,231,609 clean reads were obtained by high-throughput sequencing of the two libraries, respectively. Following filtering, a total of 161 conserved miRNAs belonging to 41 miRNA families were identified (Additional file 1: Table S1). Unexpectedly, 47 new flanking sequences noted as p3 or p5 were discovered (Additional file 1: Table S1). In miRBase 20.0, there were 46 precursors and 48 mature miRNA sequences from tomato. In this study, 161 conserved miRNA sequences generated from 92 precursors were identified. All conserved miRNAs were divided into 41 miRNA families, and several miRNA families were the first to be detected in tomato, such as miR164, 384, 390, 396, 398, 408, 530, 827, 1886, 3627, 7981, 7982, 7983 and 8007. 

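The deposited report lists a few reads of sequences named after tomato miRNAs of the families miR395, miR1918, miR5302, miR5303 and miR5304, which are not in Tables S1 and S2. The mature sequence of miR5303 had 8 reads in the CT library and 7 in the NT library. The 2 sequences listed for miR1918 had 4 reads in CT and 7 in NT together, most of them from a variant of 24 nt that the report names after the mature miRNA, with 3 and 6 reads. The sequence named after tomato miR395 had 1 read in CT and 0 in NT, and those of miR5302 and of miR5304 each had 0 in CT and 2 in NT, under the floor of 3 reads.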

Although miR395, 1918, 5302, 5303 and 5304 were deposited in miRBase, they were not detected in the current study, perhaps because these miRNAs have specific expression patterns. Additionally, compared with the miRNAs deposited in miRBase, many of the conserved miRNAs identified in the current study were also detected in other members of the Solanaceae family, such as potato and tobacco, which suggested that these miRNAs were conserved in Solanaceae. Therefore, there was more vast development space for tomato miRNAs.

Additionally, 236 novel miRNAs generated from 171 precursors were identified (Additional file 3: Table S2). In contrast to conserved miRNAs, most novel miRNAs exhibited low expression amounts with norm read <100, which was previously reported in *Arabidopsis* [41, 44, 59], wheat [45] and grapevine [60]. However, several novel miRNAs exhibited moderate or high expression amounts with norm read > 1,000. In the current study, a total of 161 conserved and 236 novel miRNAs were firstly discovered to be associated with the tomato chilling response.

### Differentially expressed miRNAs in tomato

The abundance of miRNAs can be regarded as an index for estimating the expression amounts of miRNAs. Therefore, to identify chilling-responsive miRNAs, the expression amounts of miRNAs between the two libraries were compared. 

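Of the 374 miRNAs with a deposited value, 179 were increased and 195 decreased, counting reads in 1 library only by the library that had them. The counting interval over all reads of the sequence included 0 for 234 of the 346 miRNAs read in both libraries. The 374 entries held 335 distinct sequences, so the entries are not independent of one another.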

In total, 192 increased and 205 decreased miRNAs were differentially expressed between the two libraries. And the miRNAs were expected to play key roles in the chilling response. It is worth to noting that 49 miRNAs were significantly regulated by chilling stress (Additional file 1: Table S1, Additional file 3: Table S2). Of these, 23 miRNAs including 12 conserved and 11 novel miRNAs significantly increased in the response to chilling stress, while 26 miRNAs including 20 conserved and six novel miRNAs significantly decreased. 

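Of the 374 miRNAs, 49 passed the rule in the deposited data, 23 of them increased and 26 decreased. These 49 include 41 of the 43 matched miRNAs that carry the paper's mark of significance in Tables S1 and S2. Scaled by clean reads, 27 miRNAs were significantly increased and 22 significantly decreased, and scaled by raw reads 25 and 23.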

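Which direction held more miRNAs depended on how the libraries were scaled. With the authors' normalized reads 52.1% of the 374 miRNAs were decreased. Scaled by clean reads, 217 were increased and 157 decreased, and scaled by raw reads 206 and 168. With the median ratio set to 1, which places about as many tested sequences on each side by construction, 175 were increased and 199 decreased.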

In short, more miRNAs were cold-suppressed miRNAs, which was in agreement with previous research on *Brachypodium* [24].

Of the miRNAs with significantly altered expression, several chilling-responsive miRNAs were conserved among several plant species. MiR397 was induced by chilling stress in *Brachypodium*, *Populus tomentosa* and *Arabidopsis* [22, 24, 26]. MiR319 was induced by chilling stress in *Arabidopsis* [22]. In the current study, sha-miR397(sha-miR397_nta and sha-miR397-p5) and sha-miR319 (sha-miR319 and sha-miR319b_stu) were both found to be induced by chilling stress, which indicated that some miRNAs involved in chilling stress showed consistency among several plant species. Additionally, some miRNAs, such as miR169, 172 and 393, increased under the chilling stress in *Arabidopsis* [22] and *Brachypodium* [24], but in this study, no obvious change in expression was detected. On the other hand, several previously reported chilling-responsive miRNAs, such as miR402 in *Arabidopsis* [22], were not detected in the current study, which suggested that these miRNAs might be species-specific and their expression was not specifically altered in tomato, or perhaps the altered expression of these miRNAs did not occur during the duration of the study.To confirm and verify the sequencing result, nine miRNAs, including conserved sha-miR156a, sha-miR160a, sha-miR398_nta, sha-miR482b, sha-miR6023-p5 and sha-miR6027 and the novel PC-46-5p, PC-69-5p and PC-170-5p, were chosen for qRT-PCR verification in the sequenced tomato cultivar ‘LA1777’. 

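sha-miR397_nta had 109 reads in the CT library and 12 in the NT library, a log2 (CT/NT) of 3.71 (counting interval 2.85 to 4.71, Fisher's exact test on the 2 libraries, p = 1.7e-33). sha-miR397-p5, from an overlapping hairpin on chromosome 7 (63282726 to 63282841), had 257 and 127 reads and a log2 of 1.54 (1.23 to 1.86). sha-miR319 on chromosome 8 (61949529 to 61949712) had 73 and 49 reads, a log2 of 1.10 (0.56 to 1.65, p = 7.6e-07). All these values stayed above 1 under each of the 3 other scalings. sha-miR319b_stu was not analysed here. The paper names sha-miR319b_stu as increased as well. From its increases of miR397 and miR319 and earlier reports in other species, it infers consistency of some chilling-stress miRNAs among several plant species.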

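sha-miR172a and sha-miR172b share a sequence with 175 reads in CT and 268 in NT at each locus, a log2 (CT/NT) of -0.09 (counting interval -0.37 to 0.19) that became 0.12 under scaling by clean reads. sha-miR172c-3p_aly had 39 and 56 reads and a log2 of 0.00 (-0.62 to 0.62). sha-miR172i_nta was not analysed here. sha-miR172e-5p_aly, named here after its value was seen, had 181 and 407 reads and a log2 of -0.64 (-0.90 to -0.39). sha-miR393-5p_stu had 22 and 44 reads and a log2 of -0.47 (-1.28 to 0.30). The other matched member, sha-miR393-3p_stu, also named after its value was seen, had 3 and 13 reads and a log2 of -1.59 (-4.04 to 0.27). The only matched member of miR169, sha-miR169c-3p_stu, was under the floor, so no change of it could be seen. Outside Tables S1 and S2, 1 of 10 sequences named after miR169 was called increased (nta-MIR169t-p3, 9 reads in CT and 2 in NT, log2 2.70, 0.42 to 5.95) and 1 of 11 named after miR172 decreased (nta-miR172c_L+3, 2 and 16 reads, log2 -2.47, -5.64 to -0.38), both looked up after the values were seen.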

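No sequence named after miR402 is listed in the deposited report. A report that lists matched sequences only sets no limit on the reads of a family it does not list.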

As shown in Figure 4, the results of verification were consistent with the sequencing results. 

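In the small RNA libraries, 3 of the 9 miRNAs passed the rule for significant regulation. PC-69-5p on chromosome 12 (65125162 to 65125423) had 1340 reads in CT and 123 in NT, a log2 (CT/NT) of 3.97 (counting interval 3.71 to 4.25). PC-170-5p had 9.5 and 1 reads, a log2 of 3.77 (1.04 to 9.29), and sha-miR6023-p5 had 151 and 564 reads, a log2 of -1.37 (-1.64 to -1.11). The others stayed under the fold threshold or, for PC-46-5p, did not pass both tests. PC-46-5p had 12 and 8 reads, a log2 of 1.11 (-0.30 to 2.61, Fisher's exact test, p = 0.061). sha-miR156a had 513 and 541.5 reads. sha-miR398_nta had 30 reads in each library, a log2 of 0.53 (-0.25 to 1.31). sha-miR6027 was lower in CT with a log2 of -0.76 (-0.86 to -0.66), as was sha-miR482b with -0.29 (-0.32 to -0.26). sha-miR160a had 73 and 116 reads and a log2 of -0.14 (-0.58 to 0.29), which turned to 0.07 under scaling by clean reads. Each library pools all time points, so these values cannot be set against single time points of the qRT-PCR.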

For further confirmation, the expression of these miRNAs was also examined in another more chilling-tolerant tomato cultivar, ‘Hezuo908’. The results showed a similar trend in the two tomato cultivars, while the range of altered expression differed among cultivars. The result suggested that there was a consistent relationship between the miRNA sequences of the two tomato cultivars. However, the extent of the responses differed between the cultivars under chilling stress, perhaps due to differences in the levels of chilling tolerance.

### Target genes of tomato miRNAs

To study the function of miRNAs in the chilling stress response, the two libraries were also used to degradome sequencing. As expected, many predicted targets for conserved miRNAs were identified, including those that function in various biological processes (Additional file 5: Table S3). For example, *SPL*, *AP2* and *MADS-box*, which were targeted by sha-miR156 (sha-miR156a, sha-miR156c, sha-miR156c_nta, sha-miR156d_nta, sha-miR156e_stu, sha-miR156g_stu, sha-miR156h_stu, sha-miR156i_stu and sha-miR156j_stu), sha-miR172 (sha-miR172a, sha-miR172b, sha-miR172i_nta and sha-miR172c-3p_aly) and sha-miR396a_nta, respectively, participated in plant development. In addition, genes involved in regulating the plant response to chilling stress were also identified. For example, most genes encoding anti-stress proteins (scarecrow-like protein and ribosomal protein) targeted by sha-miR171a_nta, sha-miR171b-3p_stu, sha-miR171c_mtr and sha-miR156i-p3_nta were only detected in the CT library, which was in agreement with previous results from *Arabidopsis* [22]. Moreover, the Cu/Zn superoxide dismutase-encoding gene cleaved by increased sha-miR398_nta was also mainly detected in the CT library, which suggested that sha-miR398_nta and the gene played an important role in the chilling response, which was also in agreement with previous studies of *Arabidopsis* [23] *.* In the current study, auxin response factors genes were cleaved by decreased sha-miR160a and sha-miR167b_nta and more tag sequences were mainly detected in the NT library, while only miR167-targeted auxin response factors genes were identified in the chilling response in rice [27]. The results suggested that among different plant species, conserved miRNAs might share similar functions by targeting homologous genes in the chilling stress response. Additionally, most of the conserved miRNA targets were classified as category 0 (Additional file 5: Table S3, Additional file 6: Figure S3, Additional file 7: Figure S4), containing a cleavage site in only one position, further confirming the accuracy of the degradome sequencing result.

Targets of novel miRNAs were also examined (Table 3, Additional file 10: Table S5). Compared with conserved miRNAs, only nine target genes of nine novel miRNAs were identified. GO annotation showed that some specific targets cleaved only by novel miRNAs were identified. Receptor-like protein kinases play important roles in defense responses. When plants suffer from abiotic stress, receptor-like kinases may be the first sensor or transducer of stress signals. Moreover, several related genes encoding receptor-like protein induced by chilling stress have been reported in rice [61], maize [28] and *Arabidopsis thaliana* [62]. In the current study, a receptor-like protein kinase gene targeted by PC-58-5p was also identified, which suggested that PC-58-5p was an important regulator of the chilling response. A cellulose synthase subunit gene targeted by PC-102-5p was detected in the research; this gene played an important role in cellulose synthesis [63] and cell wall formation [64]. In addition, cellulose synthase was involved in the low temperature stress response by affecting fiber quality, cell wall formation and cell wall loosening [65]. Perhaps the cellulose synthase subunit gene played an essential role in the low temperature response. In addition, PC-125-3p targeted a gene encoding xyloglucan endotransglucosylase/hydrolases, which regulated another major component of the plant cell wall. Several related genes in *Arabidopsis* and rice played a role in the cold stress response [66, 67]. Interestingly, PC-146-5p targeted the inositol-pentakisphosphate 2-kinase-like gene, encoding an enzyme that catalyzed the chemical reaction between the ATP and ADP [68, 69]. Perhaps this enzyme participated in the stress response by controlling the energy supply.

In the CT library, 301 target tags were cleaved by 48 miRNAs with the abundance of the target tags ranging from eight to 9,509 tags per billion, while 216 target tags were cleaved by 48 miRNAs in the NT library with an abundance ranging from nine to 7,470 tags per billion. Of these, 171 and 16 target tags which were cleaved by 33 conserved and four novel miRNAs respectively increased in the stress, while 108 and 18 target tags which were cleaved by 37 conserved and five novel miRNAs respectively decreased. Combined with the miRNA expression analysis, the result showed that the abundance of the target tags was basically consistent with the miRNA expression amount. On the other hand, the expression amounts of six target genes cleaved by sha-miR160a, sha-miR398_nta, sha-miR482b, sha-miR6027 and PC-46-5p were also verified by qRT-PCR. Compared with the expression amounts of these miRNAs, it was found that the decline in expression of target genes was basically accompanied by an increase in miRNAs expression amounts, which suggested that the tomato miRNAs positively regulated their target genes, which were involved in the chilling response.

Surprisingly, several low temperature-induced transcription factor genes, such as genes encoding DREB/CBF, WRKY and MYB were not detected in the current study, perhaps because these genes were not expressed at the time of sampling or in the leaves.

### Network analysis

By elucidating the network between miRNAs and their target genes (Figure 6), the increased sha-miR156 (sha-miR156a, sha-miR156c, sha-miR156c_nta, sha-miR156d_nta, sha-miR156e_stu, sha-miR156g_stu, sha-miR156h_stu, sha-miR156i_stu, sha-miR156j_stu and sha-miR156i-p3_nta), sha-miR171b-3p_stu, sha-miR319b_stu, sha-miR396 (sha-miR396a_nta, sha-miR396b_nta and sha-miR396c_nta) and sha-miR398_nta targeted genes with various functions, which suggested that these miRNAs played important regulatory roles in the tomato chilling response network. The corresponding target genes, including *SPL*, *SCL*, *TCP*, *DRM1* and *SODC2*, played important roles in regulating plant development, gene expression and ROS inactivation. The decreased sha-miR160a, sha-miR167b_nta, sha-miR168 (sha-miR168a-5p and sha-miR168b-5p), sha-miR171a, sha-miR171a_nta, sha-miR171c_mtr and sha-miR171d targeted genes that function in signal transduction, regulation of the expression of miRNAs and genes encoding anti-stress proteins. Of the novel miRNAs, PC-102-5p increased in the stress, which played an important role in cellulose synthesis. While PC-58-5p, PC-125-3p and PC-146-5p all decreased in the stress, and their target genes were involved in signal perception, cell wall formation and energy supply. Therefore, these miRNAs might be involved in the chilling response by inhibiting plant development, cell wall formation and genes expression, as well as improving signal perception, energy supply and regulating miRNA expression.

## Conclusions

In summary, in the present study, using high-throughput sequencing, hundreds of chilling-responsive miRNAs were identified in tomato. The information fills the gaps in the knowledge of tomato chilling-responsive miRNAs and increases the knowledge of the response of miRNAs to stress. Additionally, many target genes of miRNAs were identified by degradome sequencing. The result showed that the target genes were involved in various functions. Notably, most target genes of differentially expressed miRNAs actively respond to chilling stress by regulating the expression of anti-stress proteins, antioxidant enzyme and genes involved in cell wall formation. The findings lay the foundation for exploring the role of the regulation of miRNAs in the plant response to chilling stress.

## Methods

### Plant materials and treatments

The wild tomato cultivar ‘LA1777’ (*S. habrochaites*) with higher chilling-tolerance ability, was obtained from the Tomato Genetic Resource Center, University of California. After soaking and pregermination, the tomato seeds were sown in an aperture disk and cultured in the greenhouse (average day/night temperatures, 25 ± 1°C/20 ± 1°C). Seedlings at the three-leaf stage were transferred into nutrition pots. At the five-leaf stage, healthy tomato seedlings were pretreated for two days under a 14-h light (25°C)/10-h dark (20°C) photoperiod (photo intensity 180 μmol m^−2^ s^−1^). The seedlings were then divided into two groups for treatment; one group was exposed to 4°C/4°C for chilling treatment (CT), while the other group was not treated with chilling stress (NT). Both groups were grown under a 14 h light/10 h dark photoperiod at a light intensity of 180 μmol m^−2^ s^−1^. The third leaf from the stem apex was harvested at 1, 4, 8, 12, 24 and 48 h after treatment. To reduce the differences between individuals, samples were collected from six tomato seedlings at a single time point. And there were three biological replicates per treatment. Sample from the two groups were immediately frozen in liquid nitrogen and stored at -80°C until use.

### Small RNA library construction and deep sequencing

Tomato leaves were harvested at 1, 4, 8, 12, 24 and 48 h after chilling treatment and leaves from seedlings not exposed to chilling treatment were harvested at the same time points. To construct two small RNA libraries, samples from the two treatments harvested at different time points were individually subjected to small RNA extraction using an Illumina Truseq Small RNA Preparation kit (Illumina, San Diego, USA). Equal quantities of small RNA extracted from different time points in one treatment group were pooled as one small RNA library, and the two small RNA libraries were then constructed. Following isolation and ligation, the small RNAs were reverse transcribed to cDNAs. The purified cDNAs from the two RNA libraries were sequenced with an Illumina Genome Analyzer II (LC Sciences, Hangzhou, China) according to the manufacturer’s protocols.

### Identification of conserved and novel miRNAs

After sequencing, raw reads were obtained using Illumina sequencing-related software analysis. Next, the ACGT101-miR program (version 4.2; LC Sciences, Hangzhou, China), a proprietary pipeline script, was utilized for further analysis [70]. Raw reads with low quality and low copy numbers were removed. Adapter sequences were removed, and the remaining sequences with lengths between 19 and 24 nt were subjected to analysis with miRBase 20.0 (http://www.mirbase.org/) for conserved and novel miRNAs identification. A maximum of one mismatch in the first 16 nt of the miRNA and three mismatches in total were allowed between the target miRNAs and known miRNAs deposited in the miRBase database [35]. The specific criteria of miRNAs prediction were described by Meyers et al. [71]. Stable hairpin structures were also an important identification index [11, 71]. Therefore, hairpin RNA structures were predicted using UNAfold software (http://mfold.rna.albany.edu/?q=mfold/RNA-Folding-Form) [17, 42]. In addition, MFEI was another important feature to be taken into consideration [43]. Only miRNAs with perfect hairpin structures that met the criteria for miRNAs were regarded as novel miRNAs candidates. All of the sequences were aligned to the tomato genome database (http://solgenomics.net) by BLAST. Sequences that matched mRNAs, repeat sequences, tRNAs, sRNAs, snRNAs, snoRNAs, other noncoding RNAs in Rfam (http://www.sanger.ac.uk/software/Rfam) [72] and the noncoding database of GenBank (http://www.ncbi.nlm.nih.gov/) were discarded. Finally, the remaining sequences were grouped into families.

### Degradome library construction and data analysis

Two degradome libraries, i.e., the CT library and the NT library, were constructed from tomato leaves following the method reported by Ma et al. [73]. Poly A-enriched RNA was obtained and ligated to oligonucleotide adaptors harboring an MmeI recognition site. Following reverse transcription, first-strand cDNA was generated from the ligated sequence. After a short PCR amplification, additional DNA products were produced. Following purification, digestion, ligation and purification, the cDNA library was subjected to cluster analysis in an Illumina Cluster Station and sequenced with an Illumina Genome Analyzer II (LC Sciences, Hangzhou, China).

After sequencing, a public software package, CleaveLand3.0, was used to analyze the generated sequencing data [46, 74]. MRNA data from the Tomato Genomics Database (http://solgenomics.net) was used as reference data to map the degradome sequencing products.

Alignment between the miRNA and its target was scored by base pairing. Mismatched pairs or single nucleotide bulges were scored as 1, and G:U pairs were scored as 0.5. The score was doubled if the mismatches were located in the core position (2–13) of the miRNA sequence. Based on the abundance of the degradome sequences and cleavage sequences, the targets were grouped into five categories. Category 0 targets were targets in which only one degradome tag was detected, and it was detected at the expected site, which was the most abundant category (>1). Category 1 comprised degradome sequences (>1) whose scores were equal to the maximum, and there were more maximum positions. Category 2 included the sequences (>1) whose abundance fell between the maximum and median values. Category 3 consisted of the sequences (>1) with scores below the median value. The remaining sequences, which included only one raw read, were defined as category 4.

### Analysis of miRNAs and target genes by qRT-PCR

Small RNA was extracted from tomato seedlings exposed to chilling treatment or no chilling treatment for 1, 4, 8, 12, 24 and 48 h using RNAiso (Takara, Dalian, China). According to the poly (A) polymerase procedure (Ambion, Austin, TX), small RNA was ligated to poly (A) tails. Using T4 RNA ligase (Invitrogen, Carlsbad, CA), 5’ adaptor (5’-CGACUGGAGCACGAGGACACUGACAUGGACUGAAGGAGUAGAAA-3’) was added to the poly (A)-tailed RNA [47]. Small RNA and RT primer (ATTCTAGAGGCCGAGGCGGCCGACATG-d [T] _30_ [A, G or C] [A, G, C or T]) were utilized to amplify the cDNA by reverse transcription [39, 48]. The products were used as templates to analyze the expression of the miRNAs. Meanwhile, total RNA was extracted and utilized to detect the expression amounts of the target genes. qRT-PCR was carried out to detect the expression of the identified miRNAs and target genes. The primers were listed in Additional file 11: Table S6 and Additional file 12: Table S7. The amplification was carried out with SYBR Premix Ex Taq™ (Takara, Dalian, China) in an Eppendorf real-time PCR machine (Mastercycler®ep realplex, Hamburg, Germany) following the manufacturer’s instructions. All reactions were repeated three times, and *5S rRNA* and *Actin* were utilized as the reference genes. The expression amounts of the miRNAs and target genes were calculated using the 2^-ΔΔCt^ method.

For further validation, another chilling tolerant tomato cultivar, ‘Hezuo908’, was subjected to the same treatment as the tomato cultivar ‘LA1777’, and qRT-PCR was performed to examine the expression amounts of miRNAs and target genes using the process described above.

### GO, KEGG and network analysis

GO analysis was utilized to study the functions of the target genes of the miRNAs based on the database (http://www.geneontology.org/). KEGG pathway analysis of the miRNAs targets was performed simultaneously based on the KEGG database (http://www.genome.jp/kegg/). Network between miRNAs and their target genes was subsequently assembled according to the GO analysis results.

### Statistical analysis

Statistical analysis was performed to compare the miRNAs expression and target genes degradation between the CT and NT libraries. The differences between the two libraries were tested using the chi-square test and the fisher-exact test, and the log_2_ ratio was regarded as a threshold to detect miRNAs expression and target genes degradation fold changes.

### Data access

The sRNA sequence data from this study have been submitted to Gene Expression Omnibus (GEO) under accession number GSE57335 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57335.

## Electronic supplementary material

Additional file 1: Table S1: - Conserved miRNAs from tomato in the CT and NT libraries. ^a^sequence in miRbase, “Yes” indicates that the sequence can be found in miRBase; “Different” indicates that the sequence is different from the miRNA sequence deposited in miRBase; “New” indicates that the sequence is newly discovered compared with the miRNA sequences deposited in miRBase; ^b^Pre-miRNA sequence in miRBase, “Yes” indicates that the pre-miRNA sequence can be found in miRBase; “Predicted” indicates that the pre-miRNA sequence was not found in miRBase and was predicted by UNAFold software; ^c^*indicates a significant difference between the CT and NT libraries. Chi-square test and fisher-exact test results were both <0.05 and | log_2_ (CT/NT) | ≥1.

Additional file 2: Figure S1: - Secondary structures of 161 conserved miRNAs identified in the CT and NT libraries. The mature miRNAs sequences are underlined in yellow.

Additional file 3: Table S2: - Novel miRNAs identified in the CT and NT libraries in tomato. ^a^“PC” indicates predicted candidate; ^b^dashed boxes indicate two identical sequences; ^c^*indicates significant difference between the CT and NT libraries. Chi-square test and fisher-exact test values were both <0.05 and | log_2_ (CT/NT) | ≥ 1.

Additional file 4: Figure S2: - Secondary structures of 236 putative novel miRNAs identified in the CT and NT libraries. The mature miRNAs sequences are underlined in yellow.

Additional file 5: Table S3: - Targets of conserved miRNAs from tomato in the CT and NT libraries. *indicates significant difference between the CT and NT libraries. Chi-square test and fisher-exact test results were both <0.05 and | log_2_ (CT/NT) | ≥ 1.

Additional file 6: Figure S3: - T-plots for targets of tomato miRNAs identified in the NT library. According to German et al, t-plots are referred to as “target plots” and the normalized numbers are used to plot the cleavages on target mRNAs. The frequency of degradome tags with 5’ends at the indicated positions is marked in black, and the frequency cleaved at position 10 of the inset miRNA target alignment is highlighted in red. The abscissa number t indicates the cleavage site detected in the target mRNA.

Additional file 7: Figure S4: - T-plots for targets of tomato miRNAs identified in the CT library. According to German et al, t-plots are referred to as “target plots” and the normalized numbers are used to plot the cleavages on target mRNAs. The frequency of degradome tags with 5’ends at the indicated positions is marked in black, and the frequency cleaved at position 10 of the inset miRNA target alignment is highlighted in red. The abscissa number t indicates the cleavage site detected in the target mRNA.

Additional file 8: Figure S5: - GO enrichment analysis of the functions of target genes cleaved by conserved and novel miRNAs. (JPEG 728 KB)

Additional file 9: Table S4: - KEGG pathway analysis of target genes of conserved and novel miRNAs in the CT and NT libraries.

Additional file 10: Table S5: - Targets of novel miRNAs in the CT and NT libraries. *indicates significant difference between the CT and NT libraries. Chi-square test and fisher-exact test results were both <0.05 and | log_2_ (CT/NT) | ≥ 1.

Additional file 11: Table S6: - MiRNAs and the primers used for qRT-PCR verification.

Additional file 12: Table S7: - Target genes and the primers used for qRT-PCR verification.

## List of abbreviations

MiRNAs: microRNAs
sRNAs: small RNAs
nt: nucleotides
CT: chilling-treated
NT: non-chilling-treated
qRT-PCR: quantitative real-time PCR
DCL: dicer-like
AGO: argonaute
RISC: RNA-induced silencing complex
MFEI: minimal folding free index
t-plots: target plots
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes.

# Supplementary material for: Identification of chilling stress-responsive tomato microRNAs and their target genes by high-throughput sequencing and degradome analysis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1130. doi: 10.1186/1471-2164-15-1130
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1: - Secondary structures of 161 conserved miRNAs identified in the CT and NT libraries. The mature miRNAs sequences are underlined in yellow.

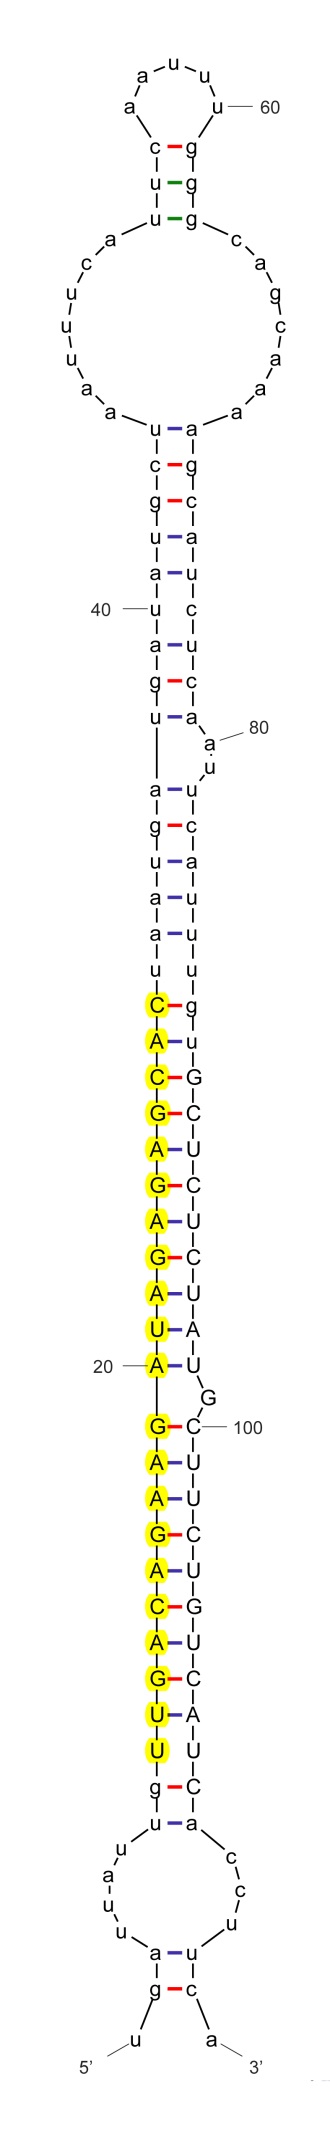

sha-miR156a

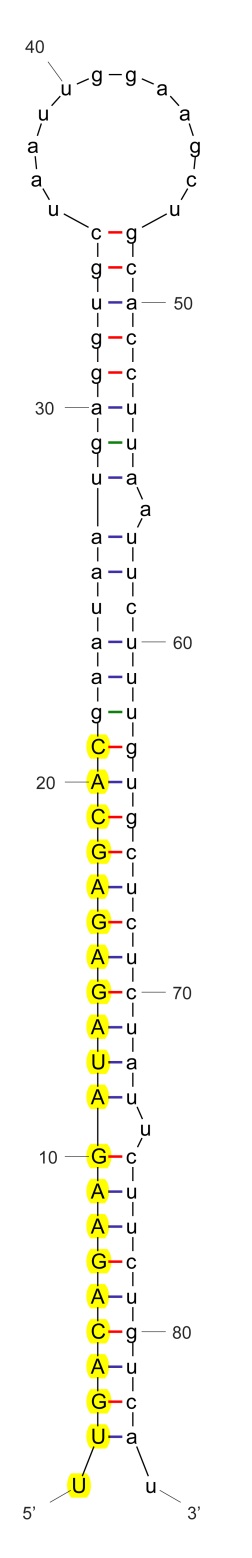

sha-miR156c

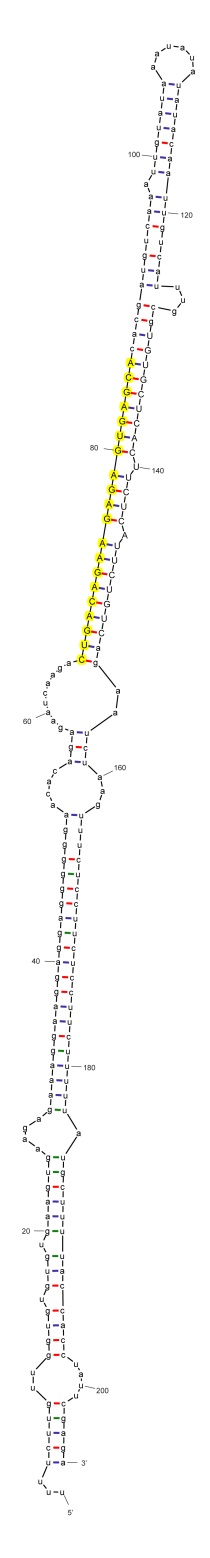

sha-miR156c_nta

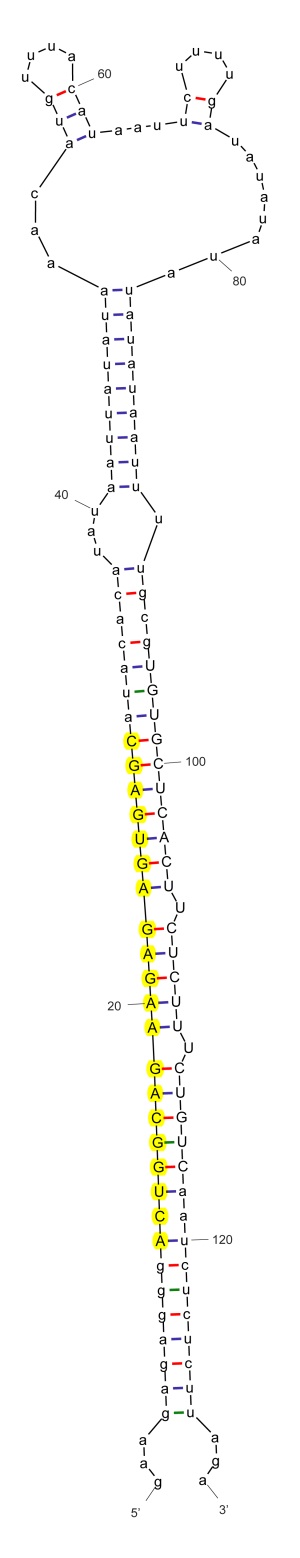

sha-miR156c-p5_nta

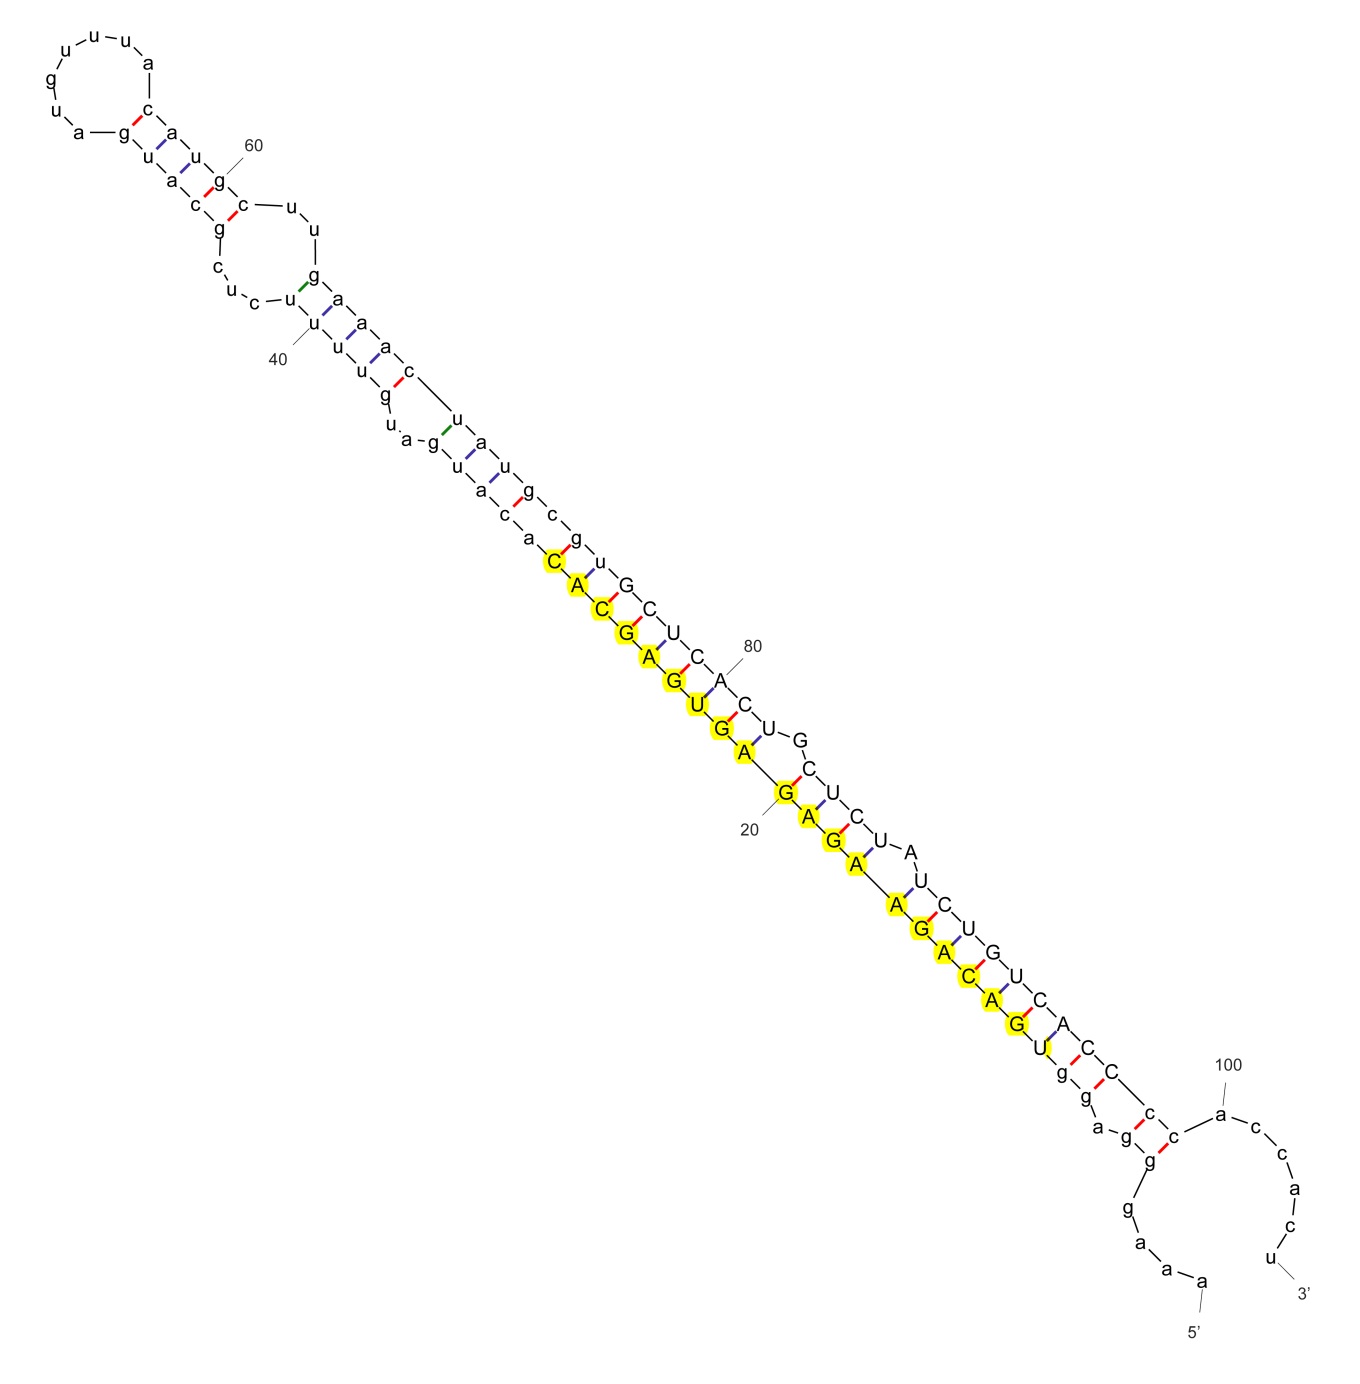

sha-miR156d_nta

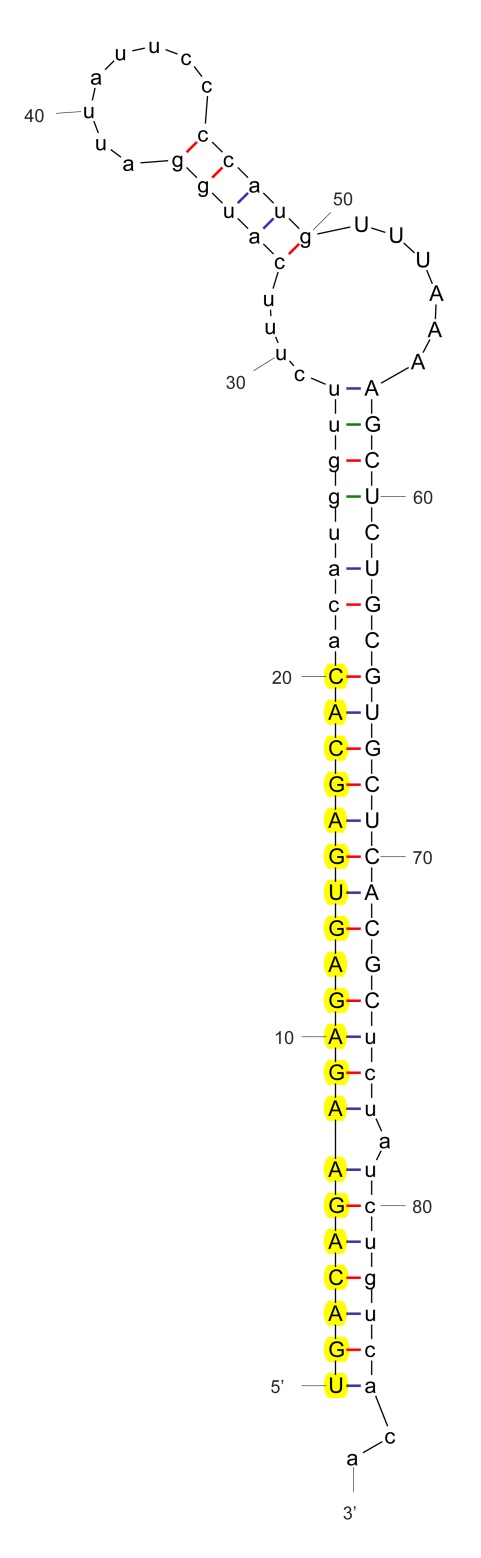

sha-miR156e_stu

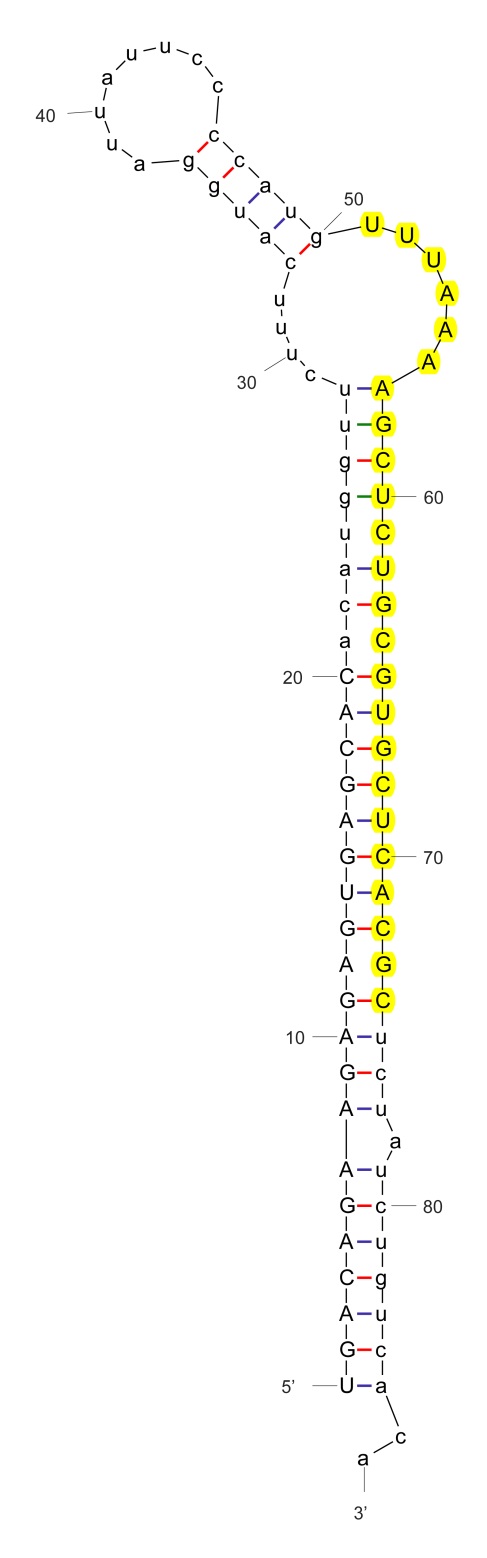

sha-miR156e-p3_stu

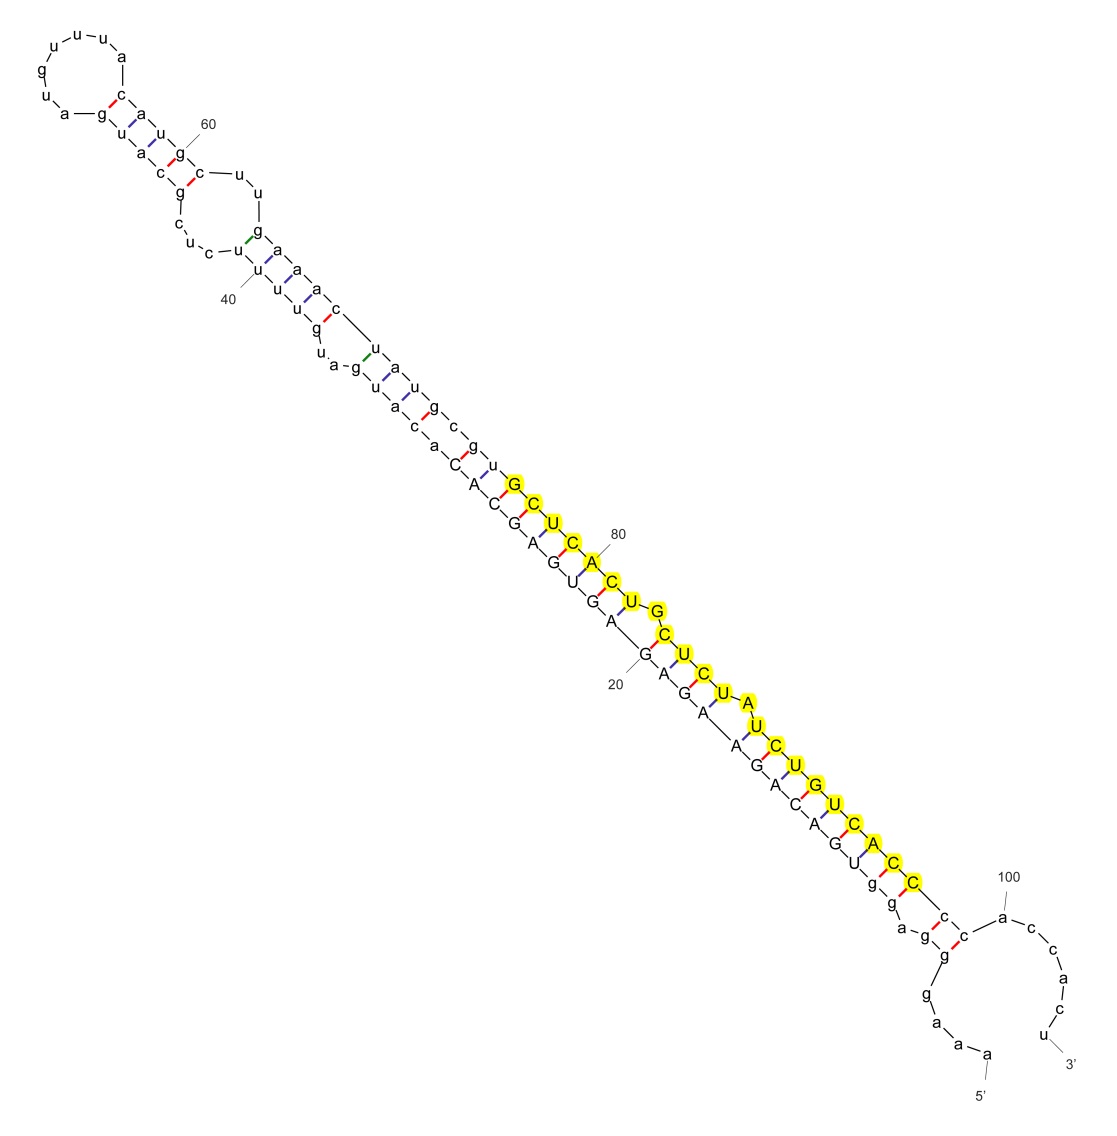

sha-miR156e-p3_nta

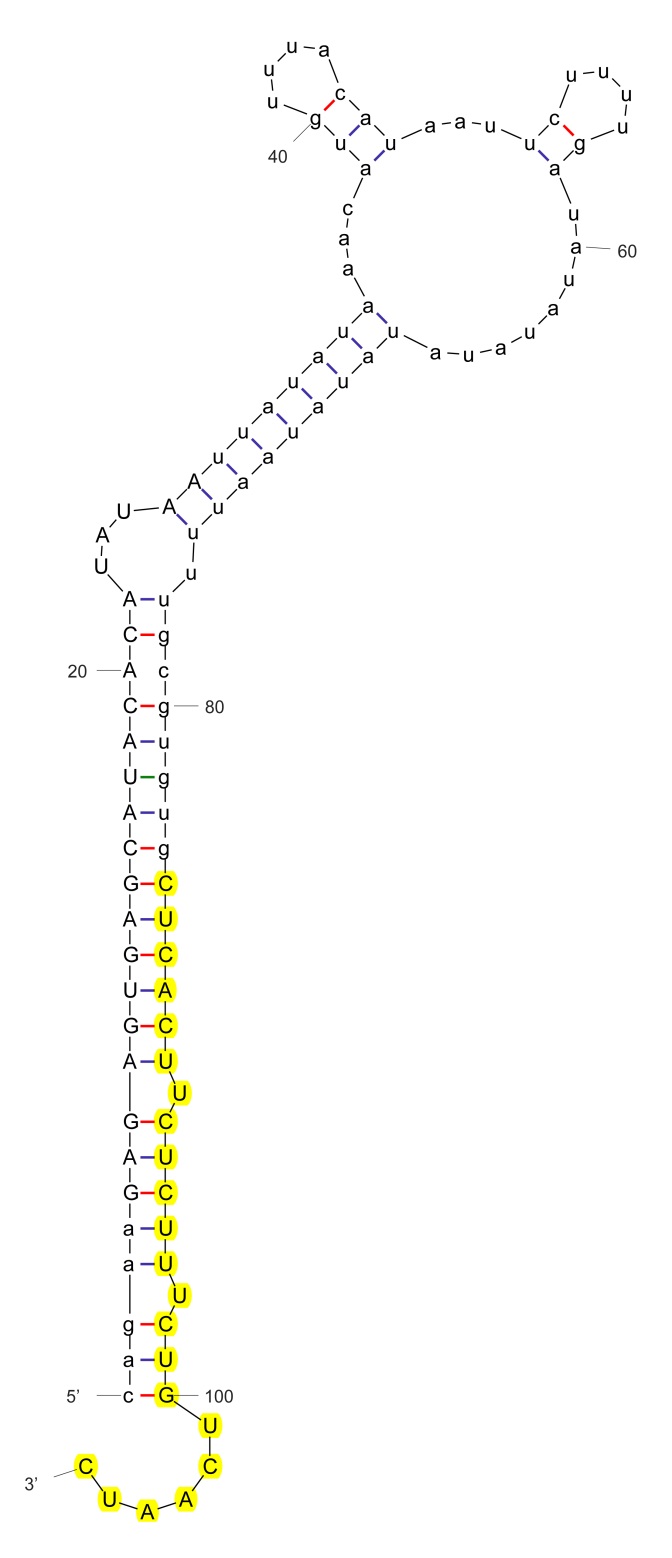

sha-miR156f-3p_stu

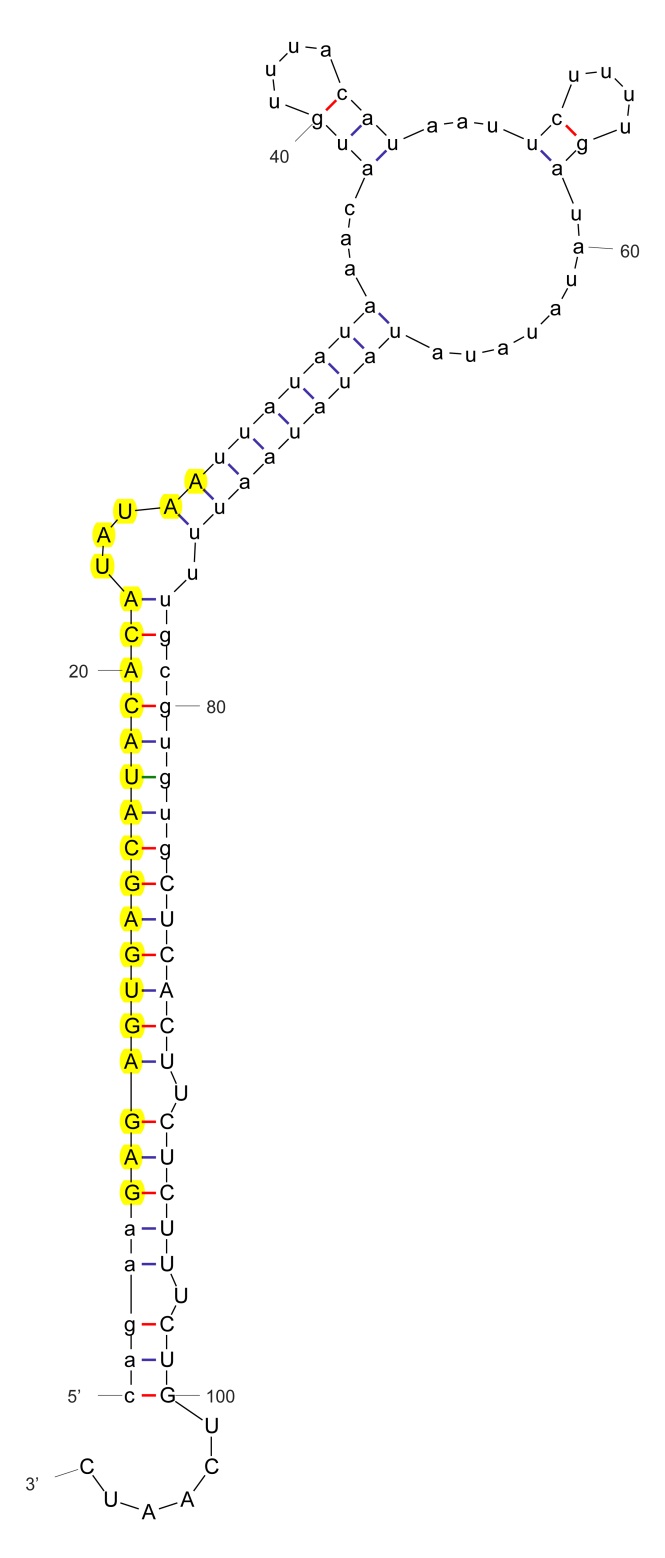

sha-miR156f-p5_stu

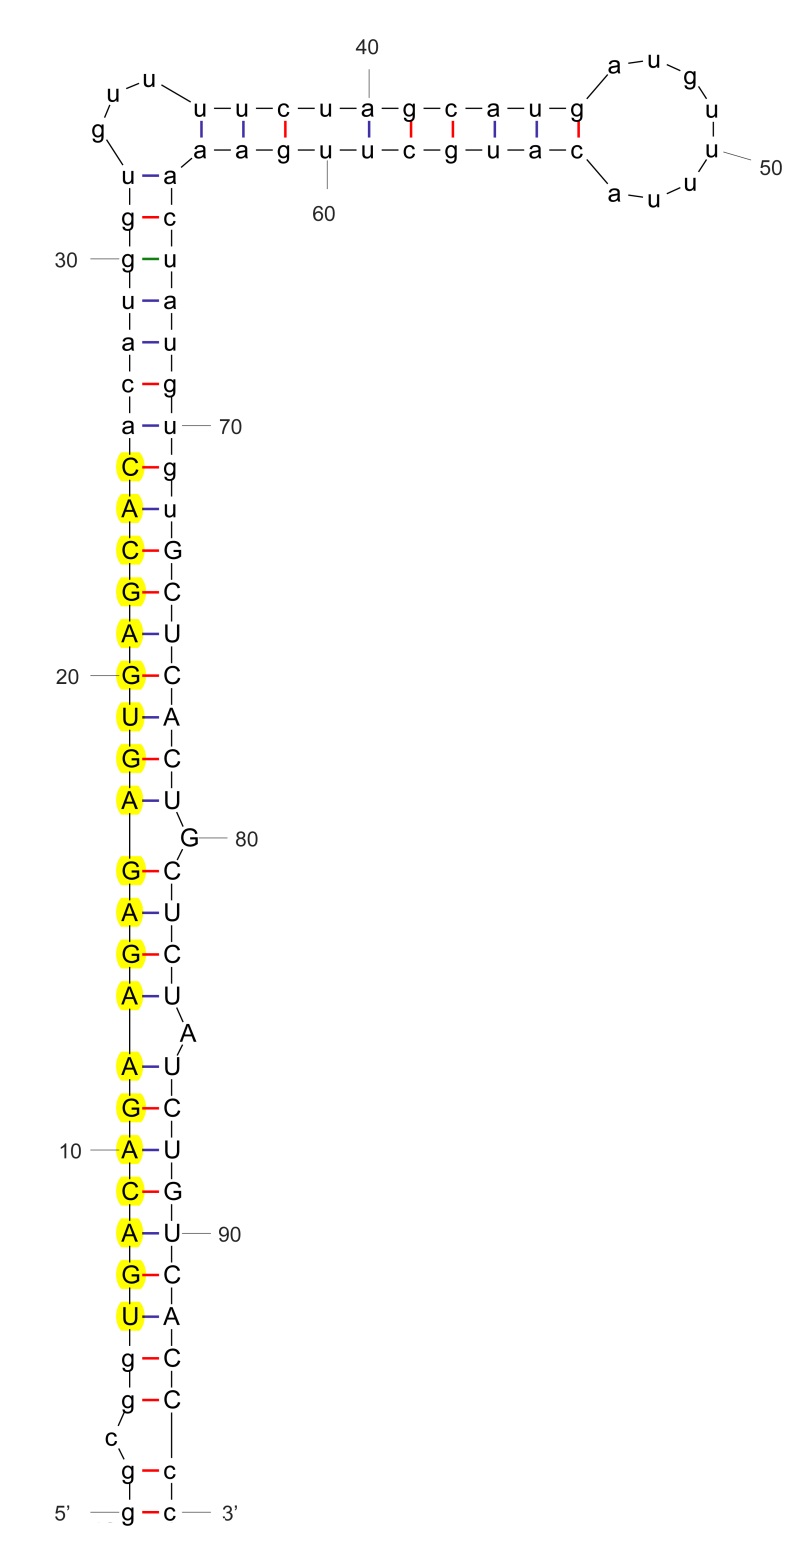

sha-miR156g_stu

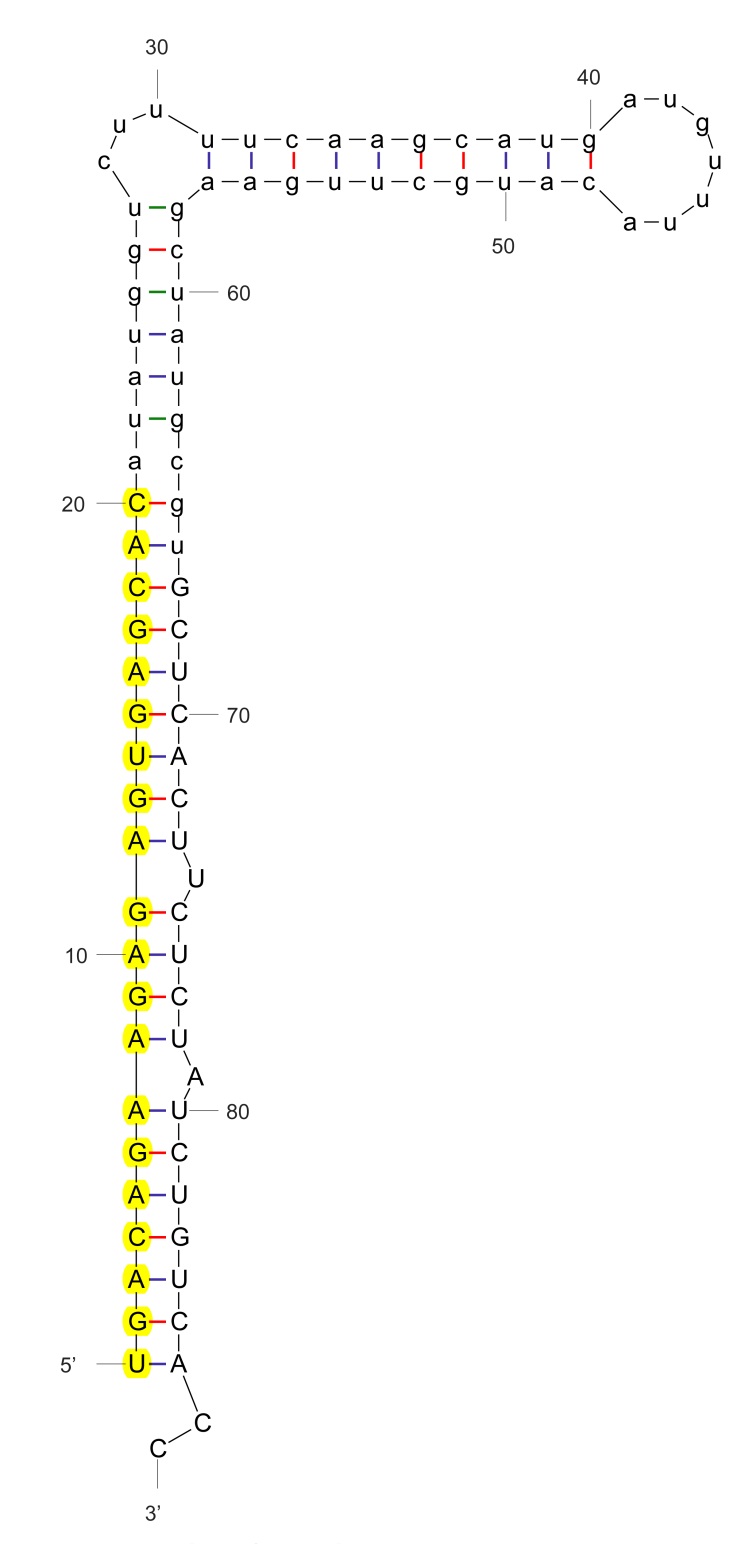

sha-miR156h_stu

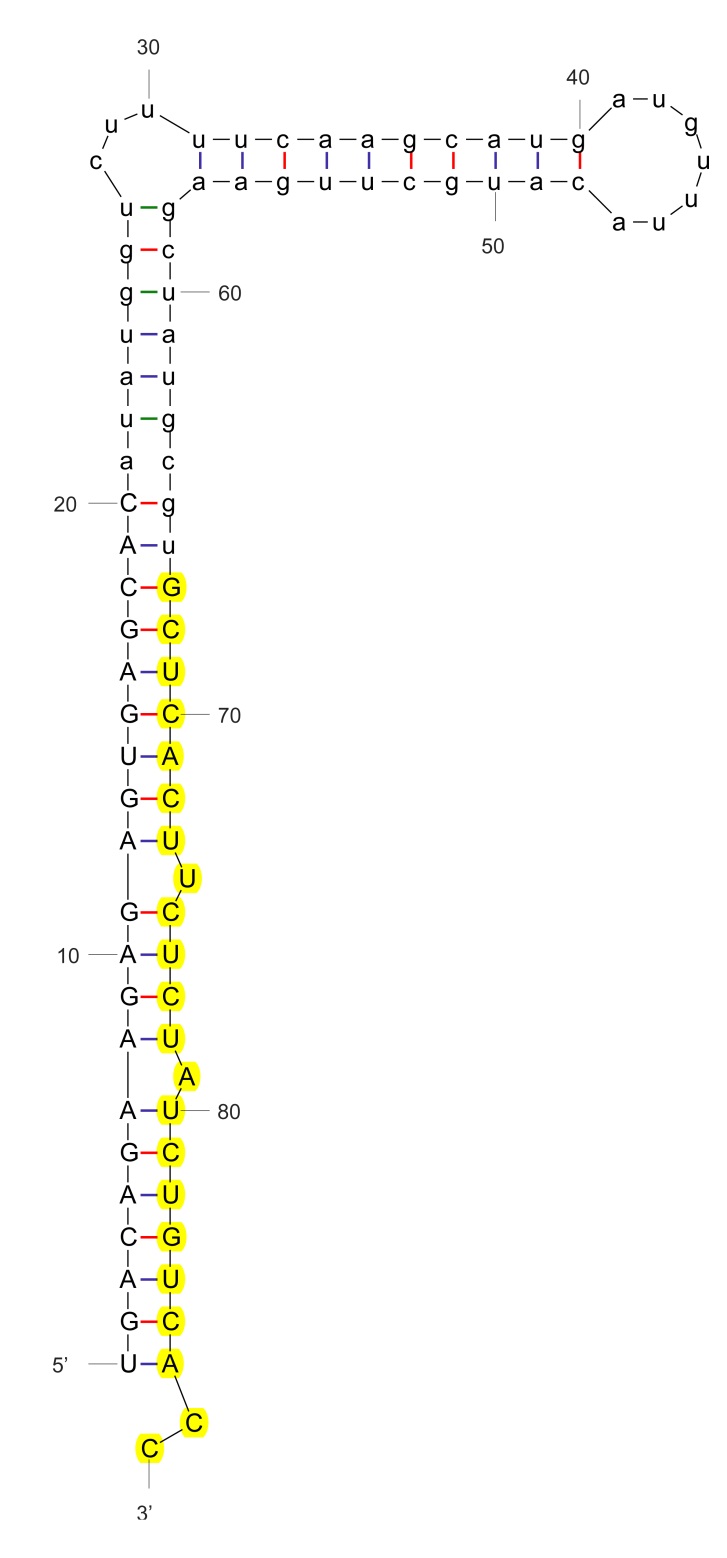

sha-miR156h-3p_stu

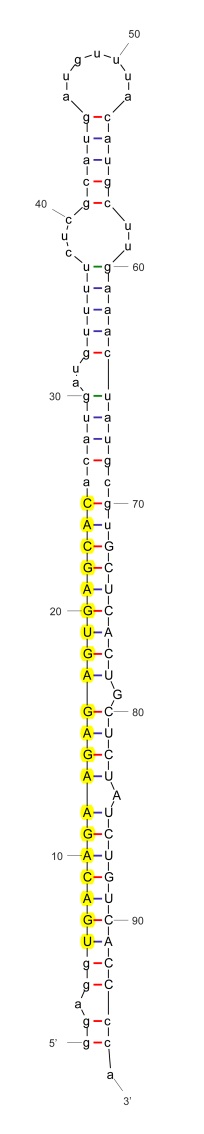

sha-miR156i_stu

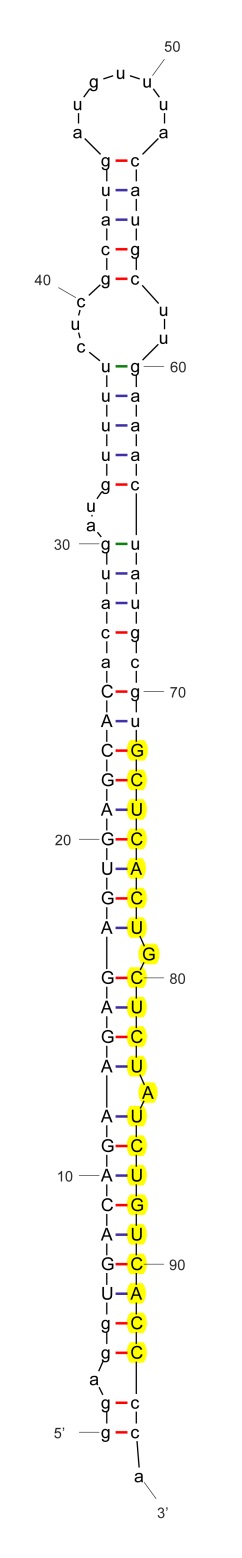

sha-miR156i-3p_stu

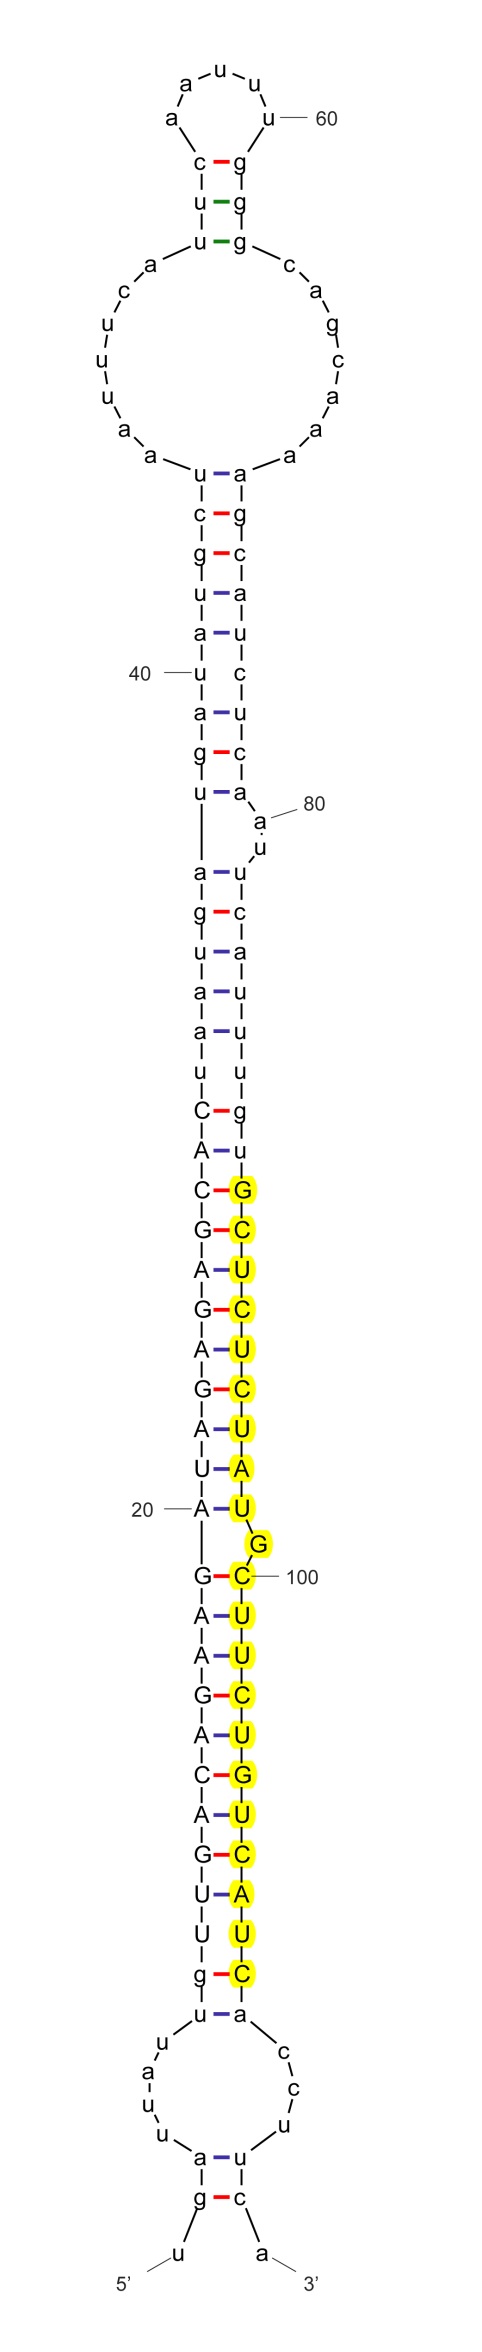

sha-miR156i-p3_nta

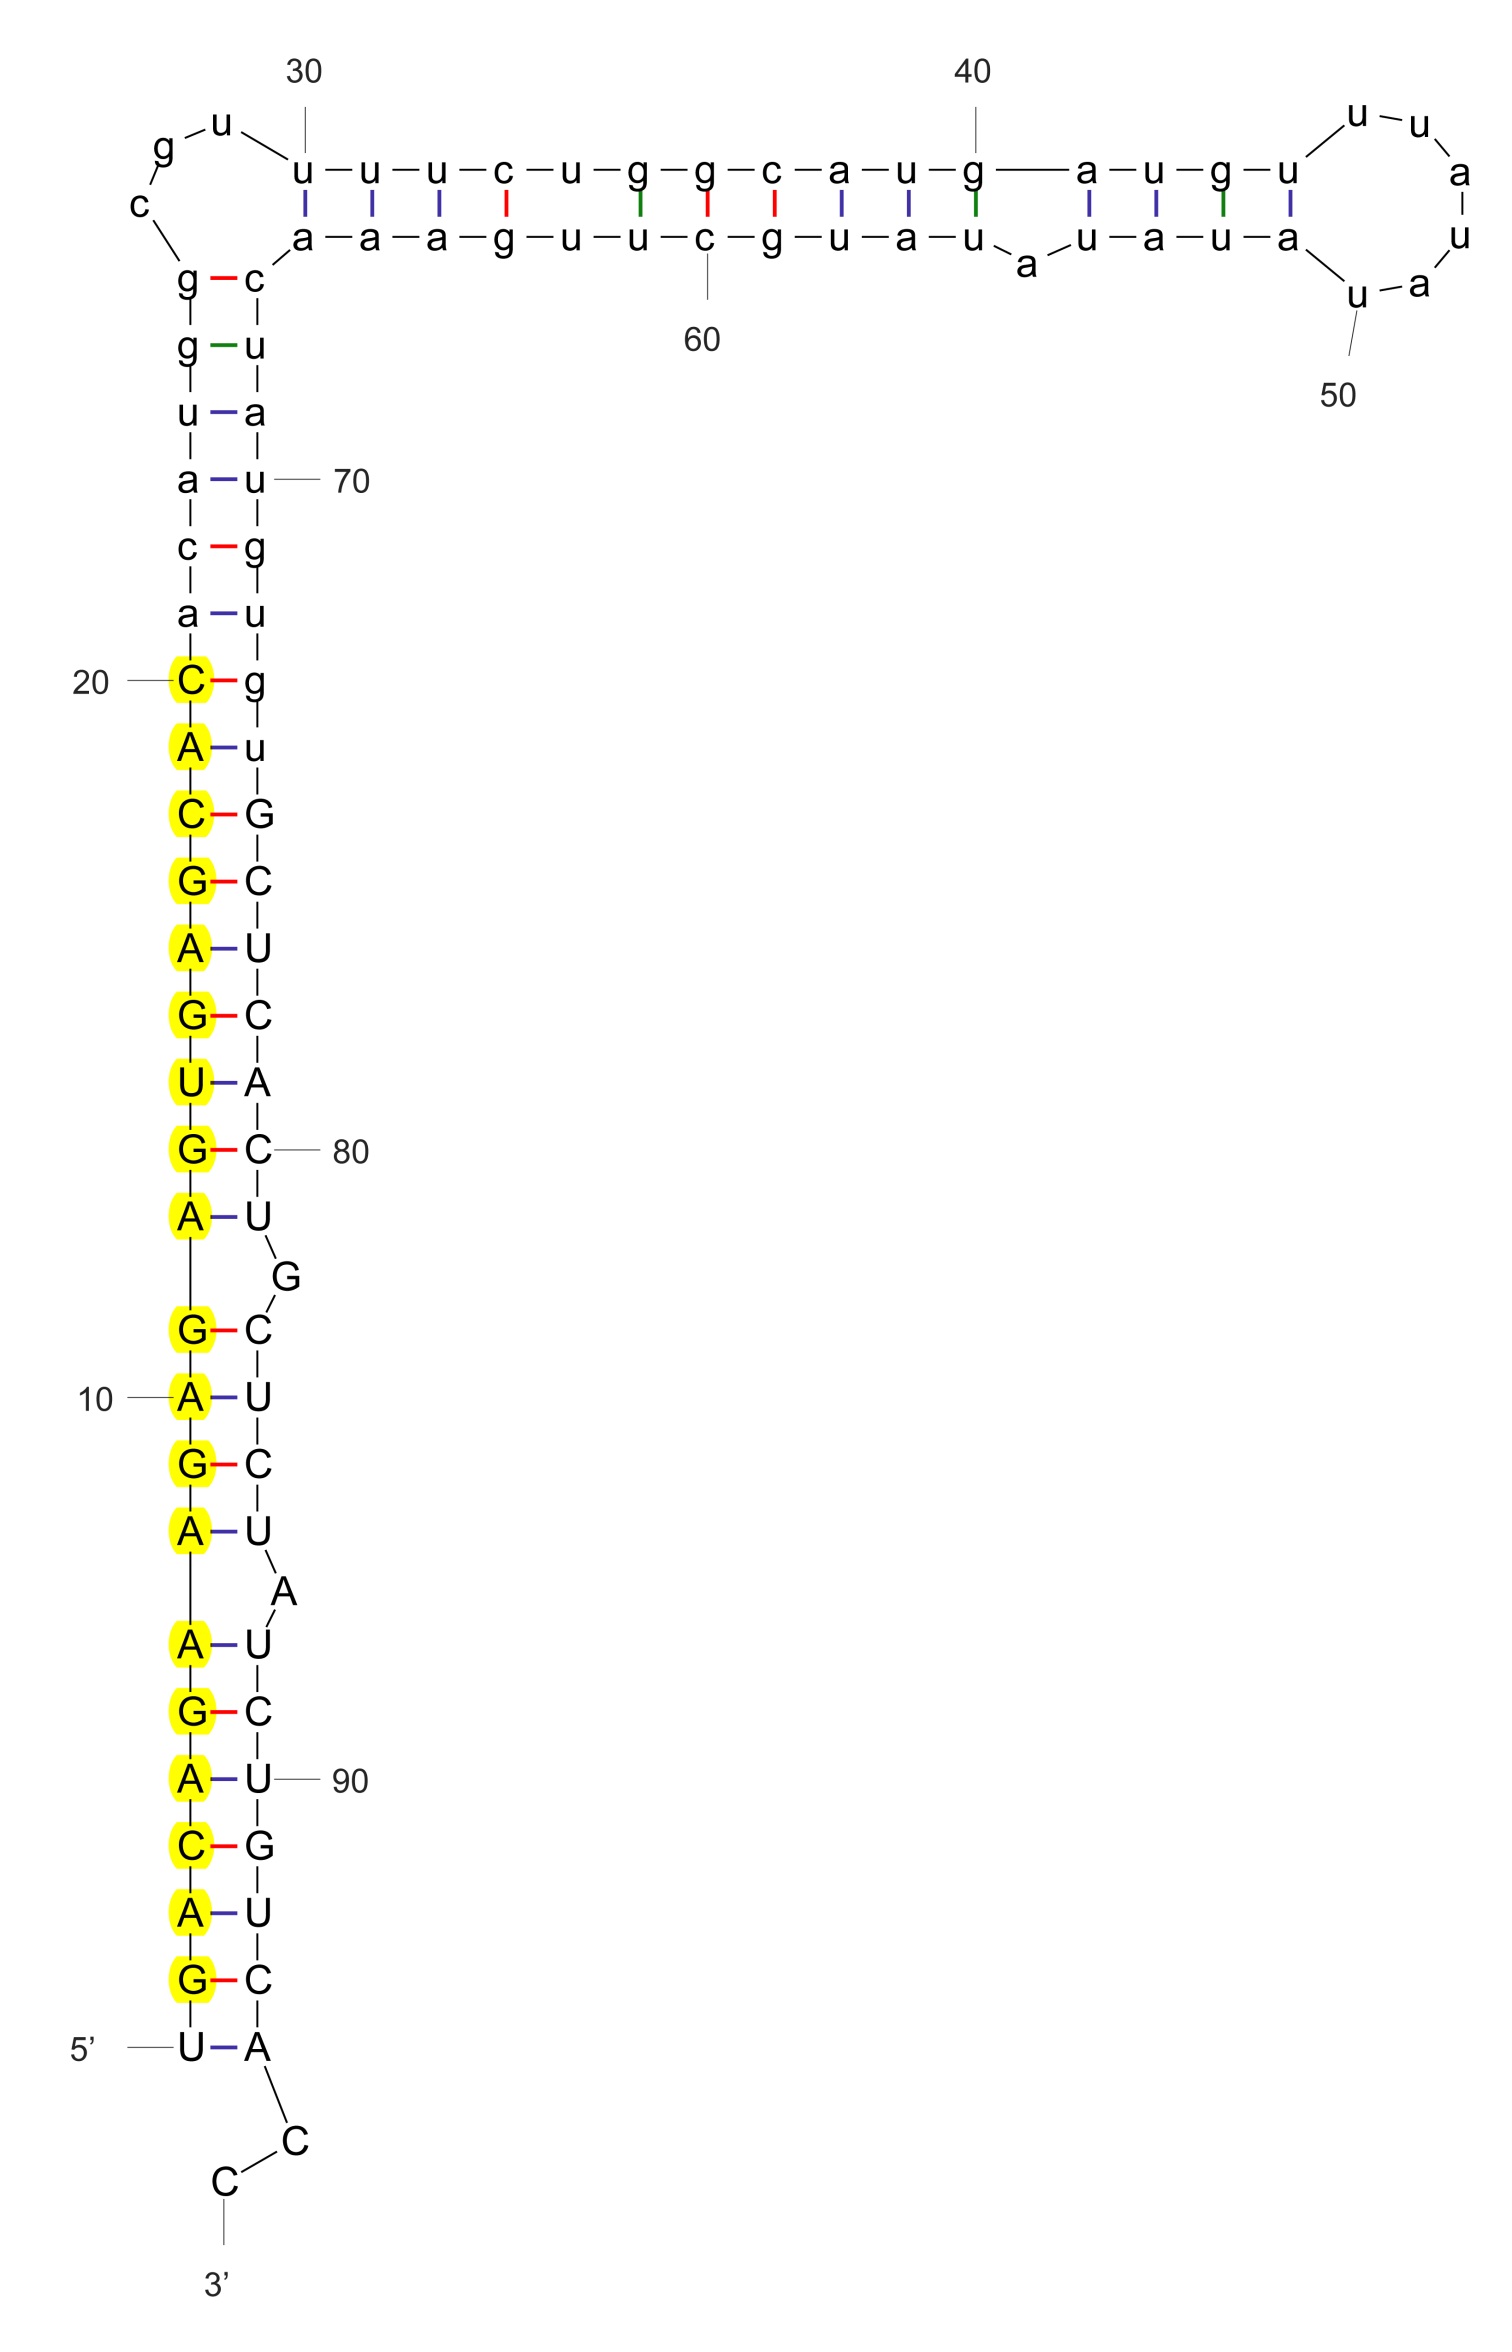

sha-miR156j_stu

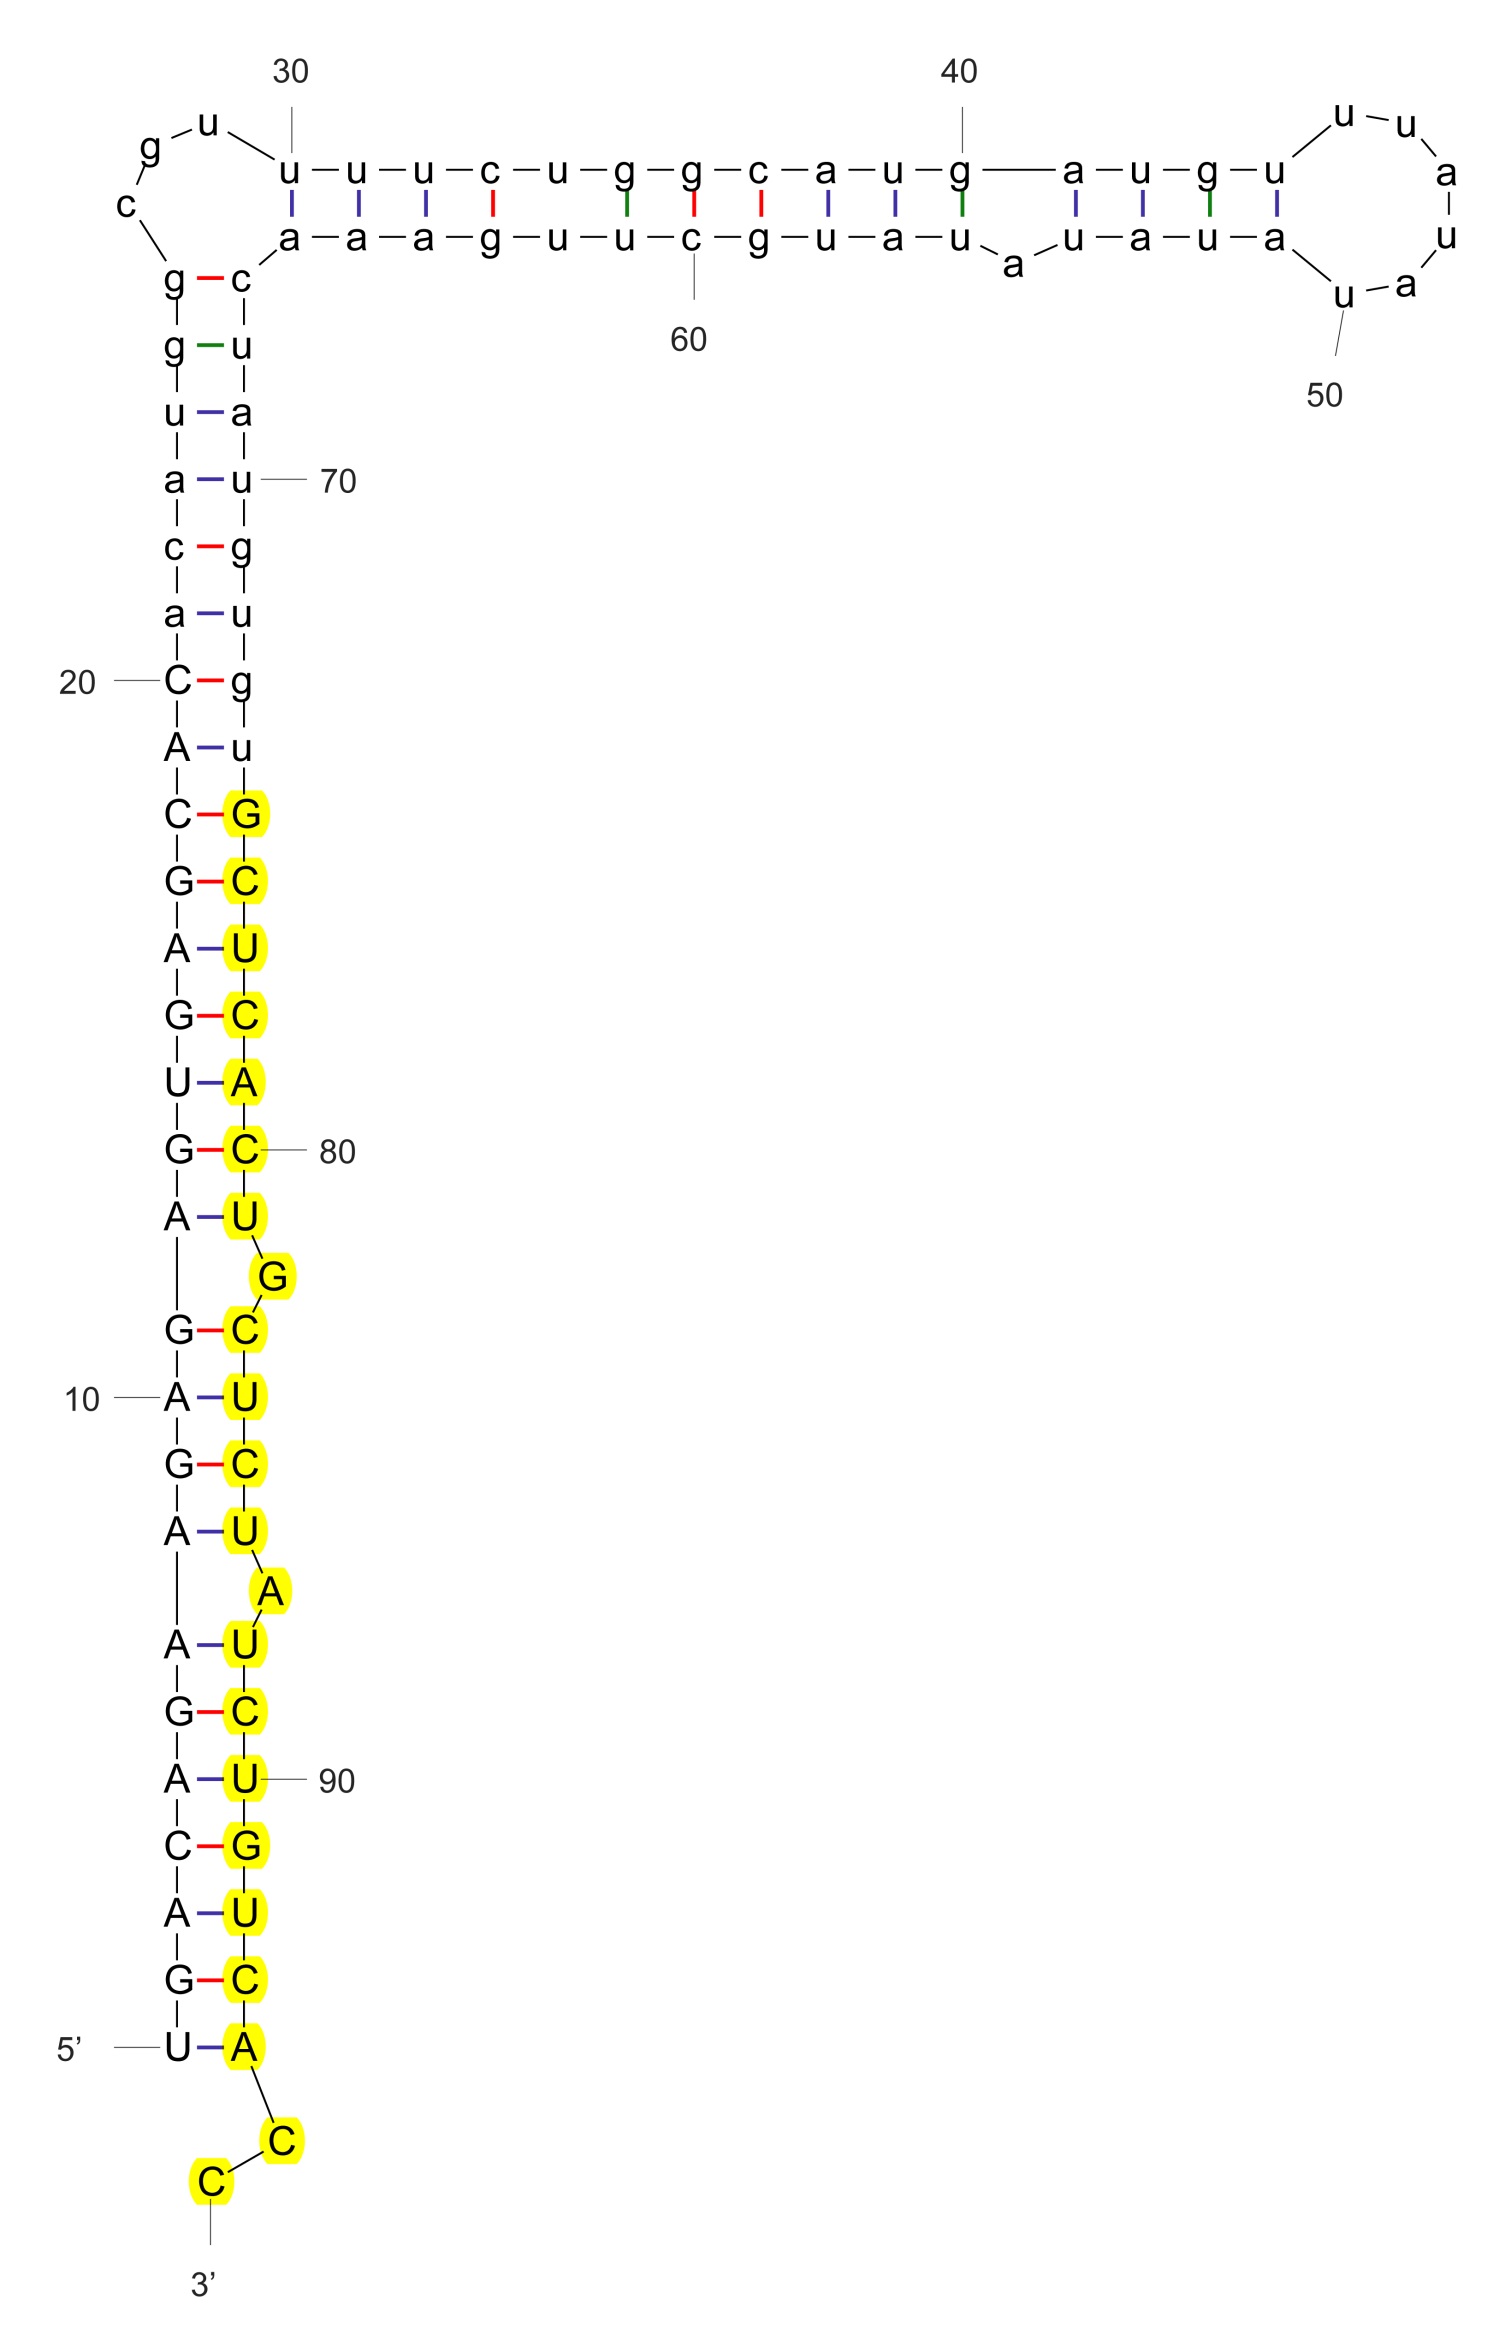

sha-miR156j-3p_stu

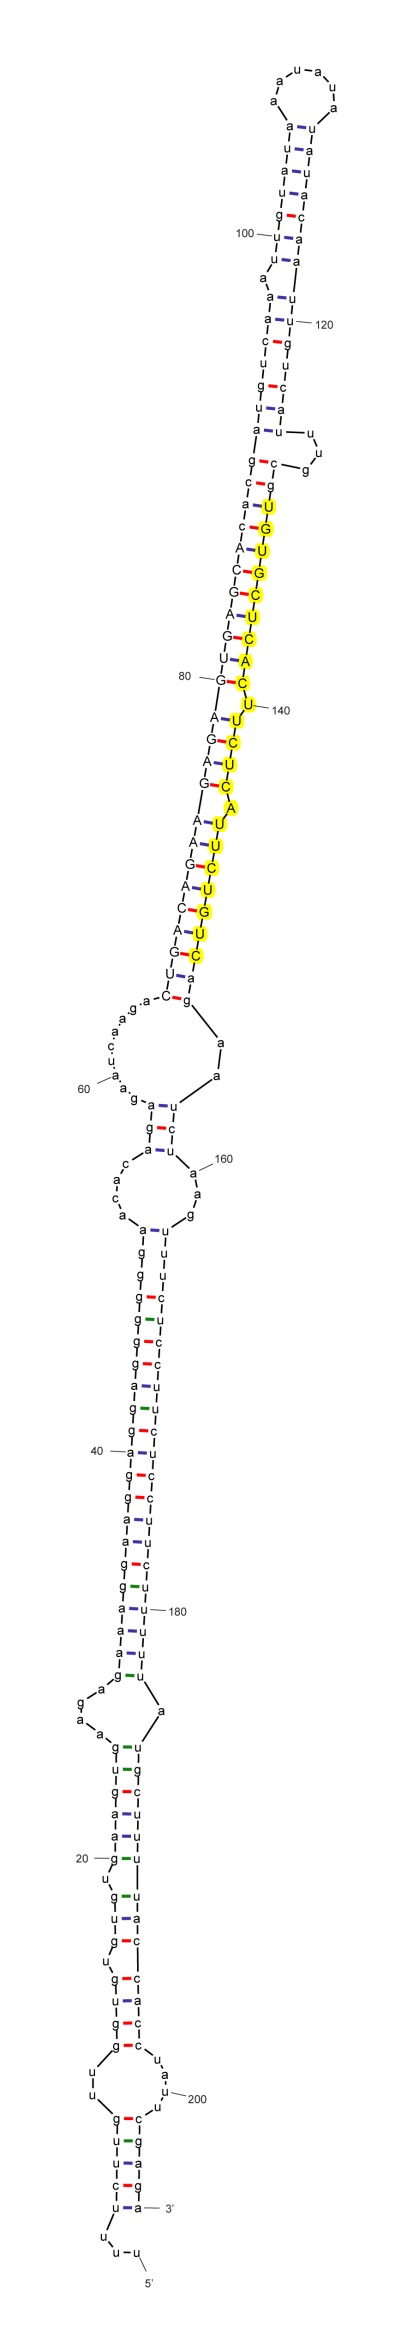

sha-miR156j-p3_cme

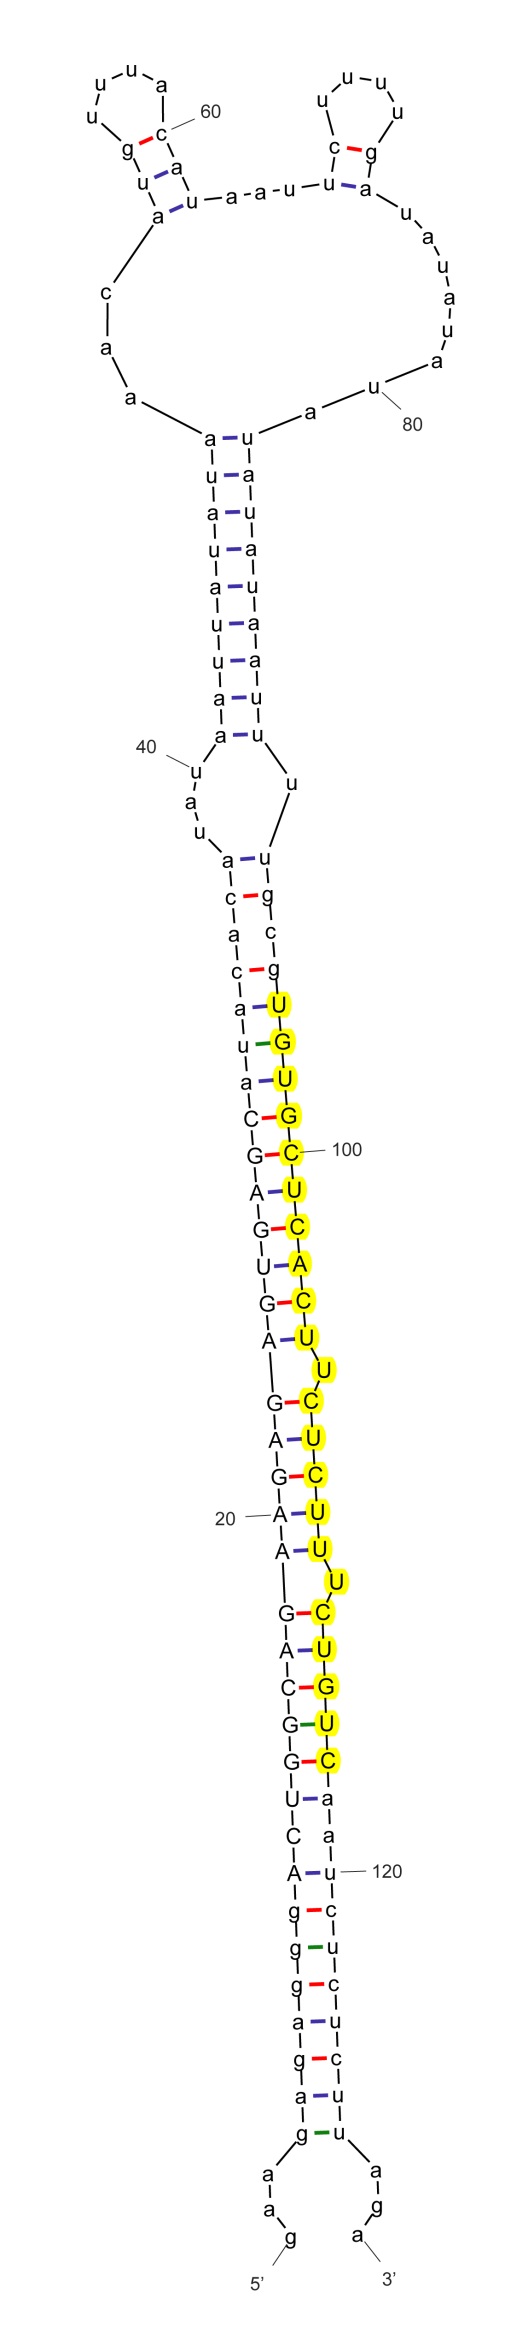

sha-miR156j-p3_cme

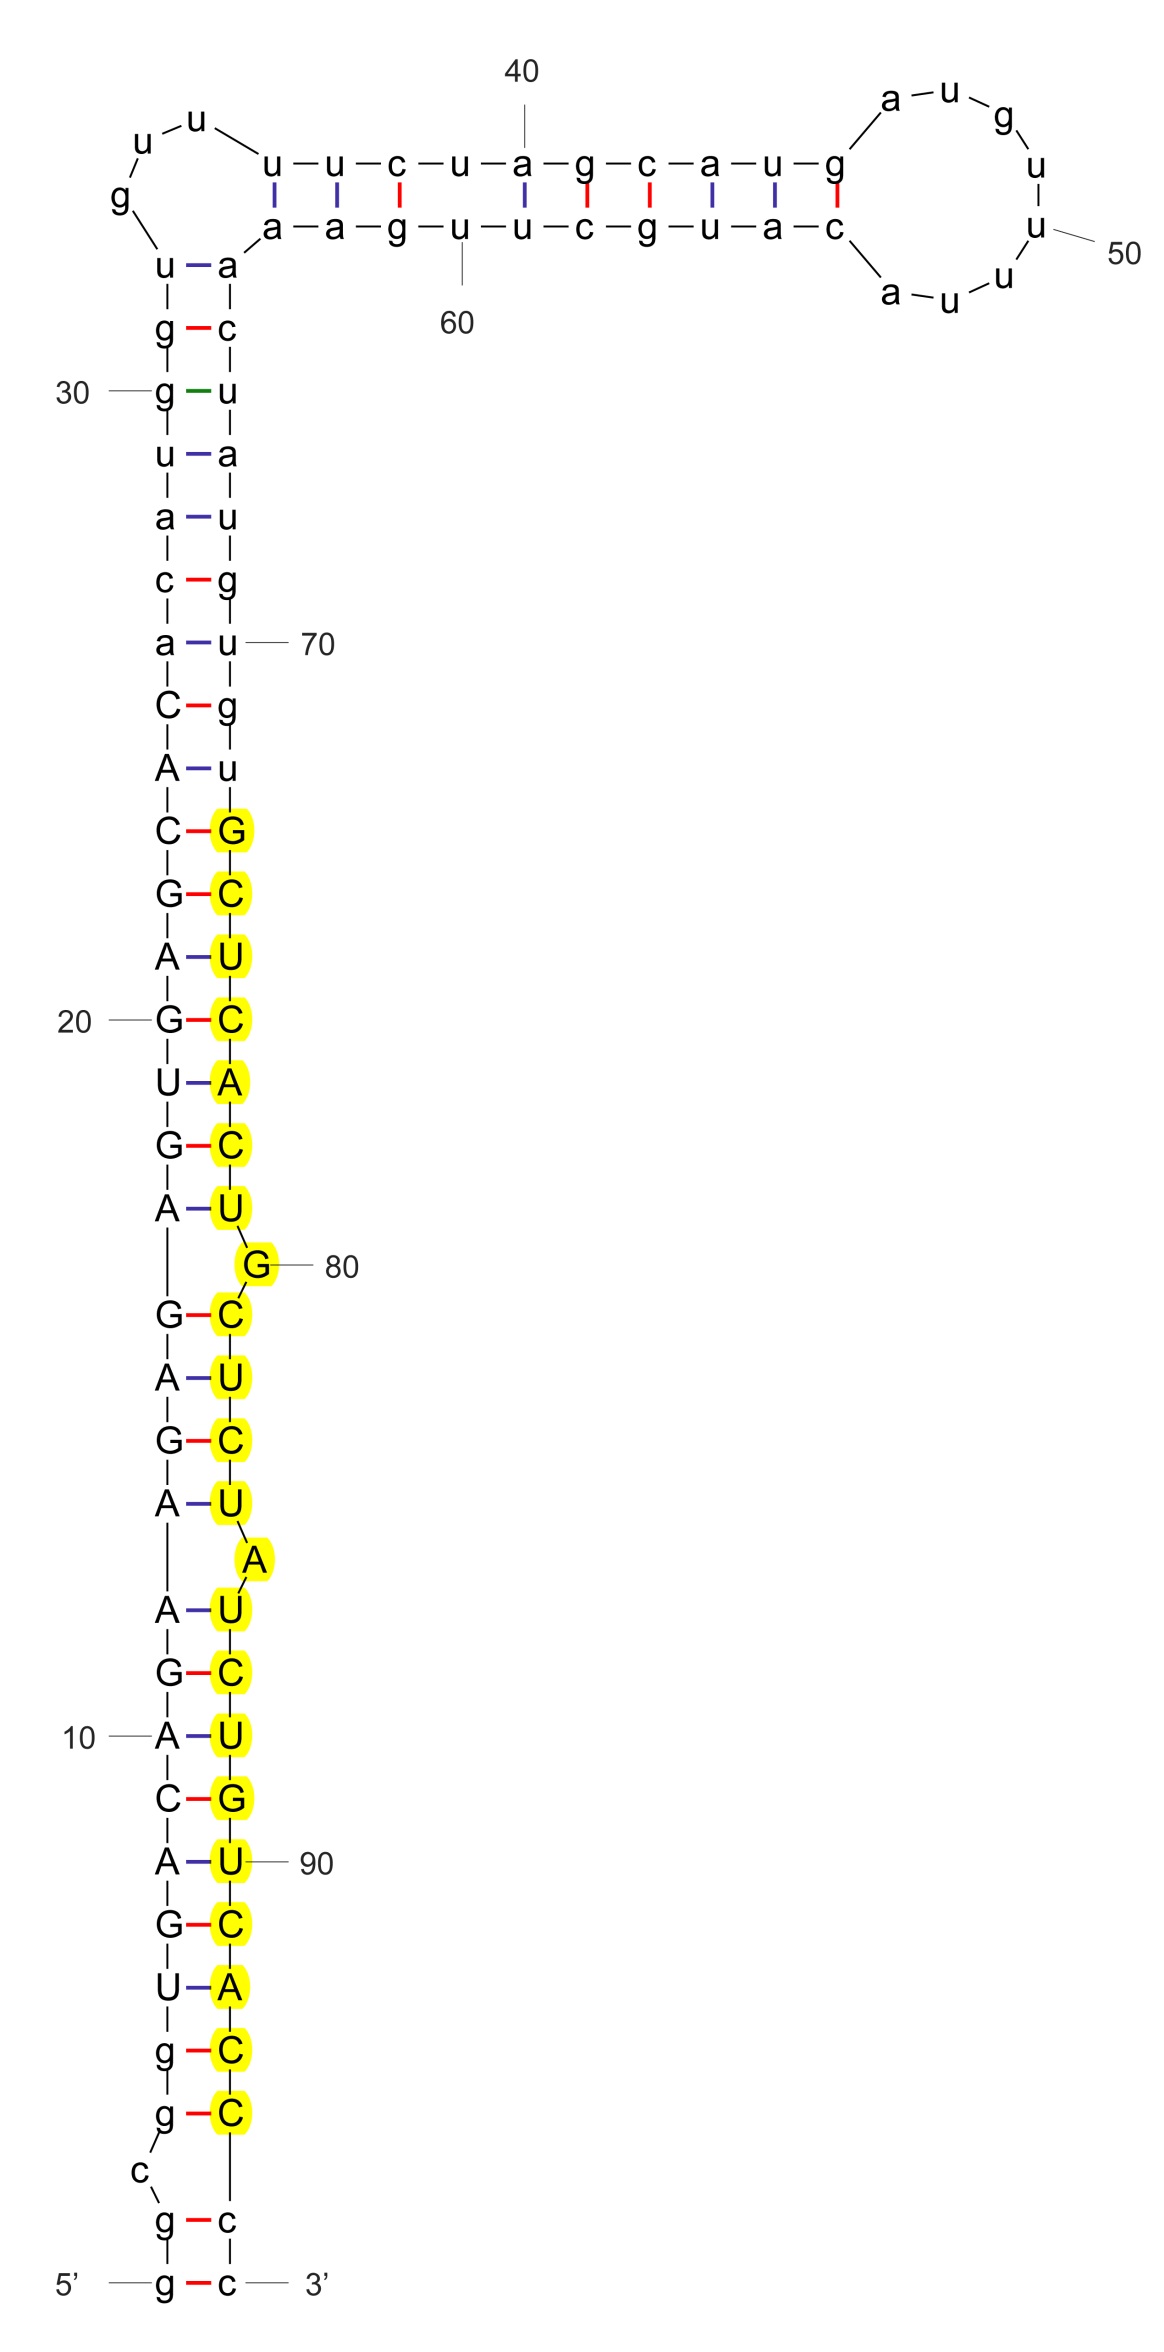

sha-miR156k-3p_stu

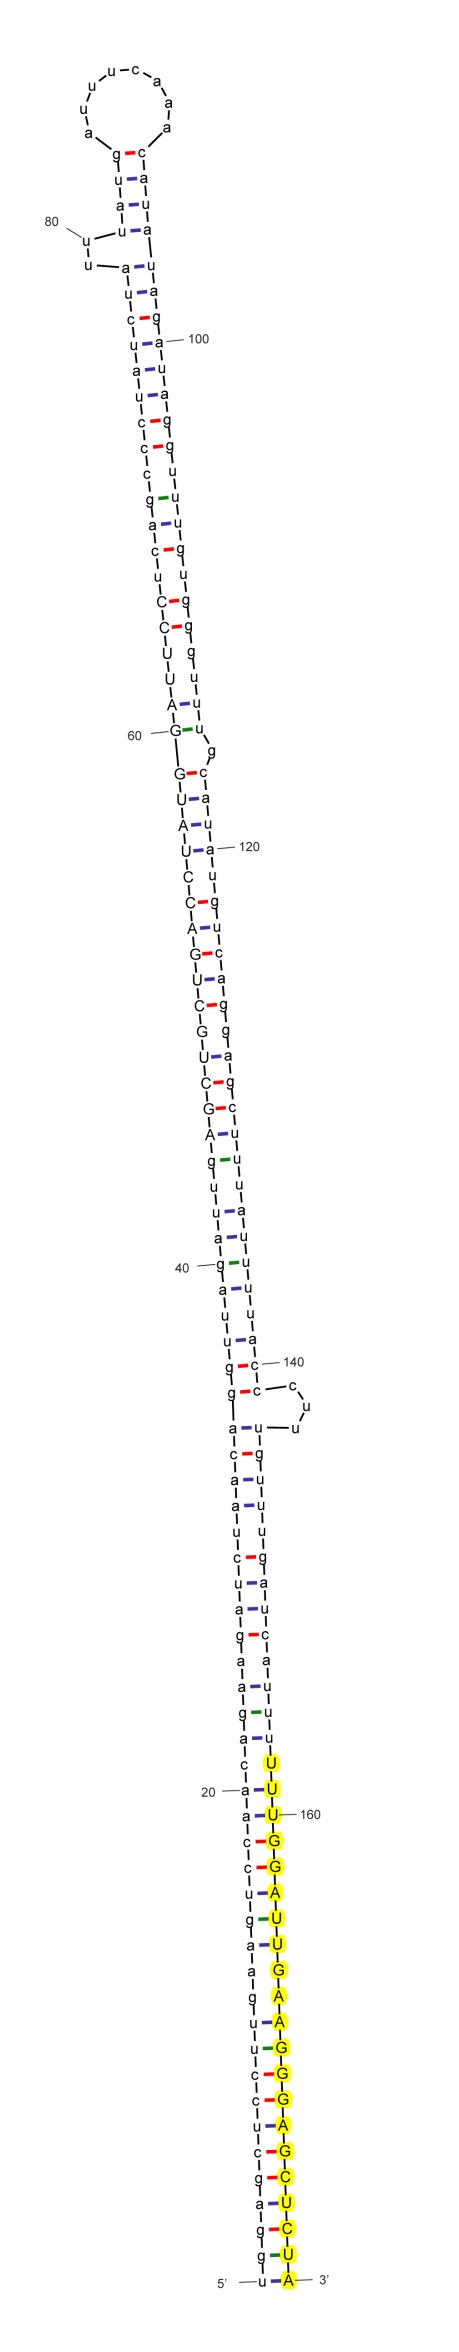

sha-miR159

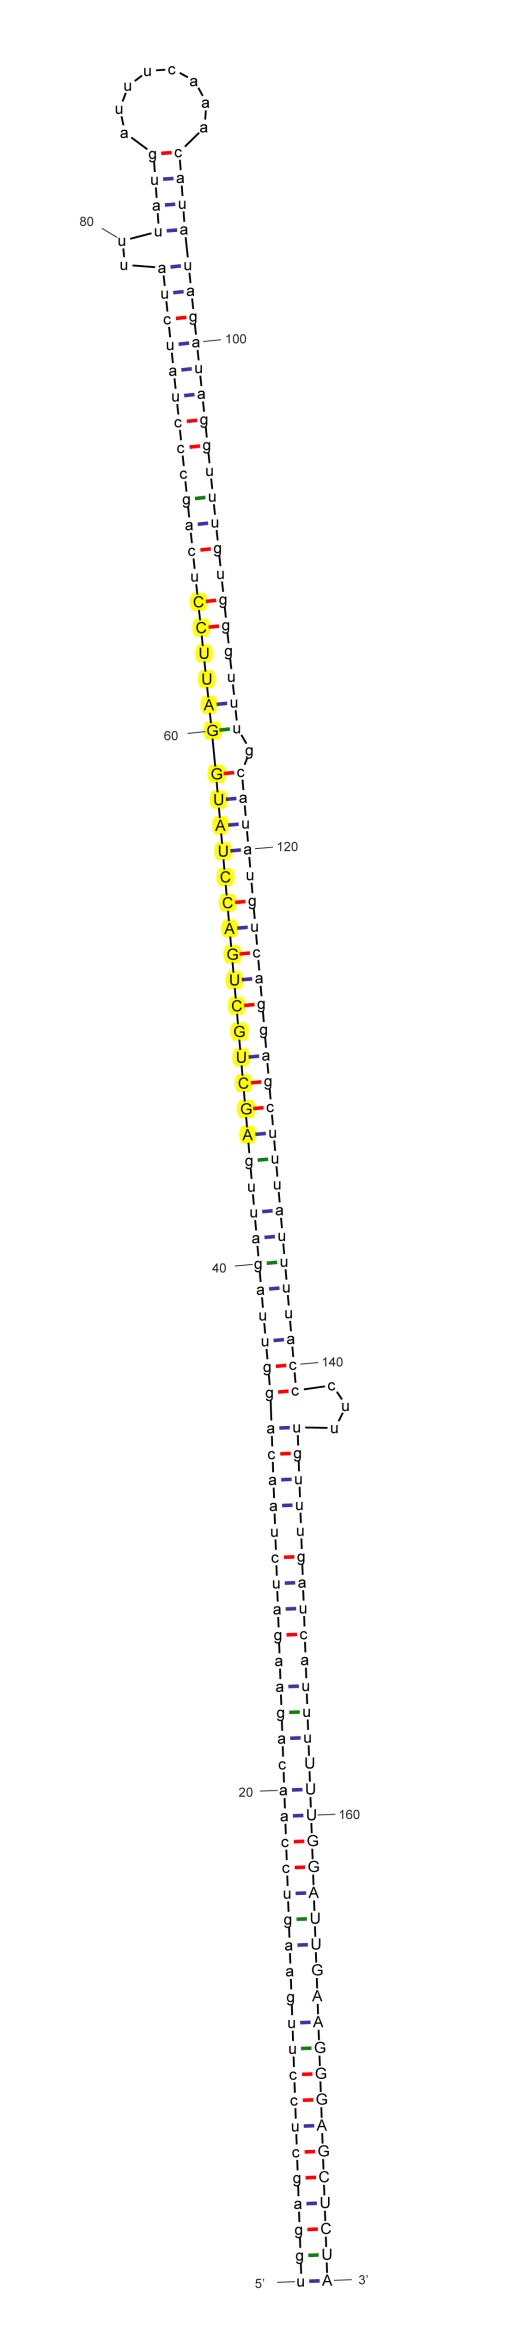

sha-miR159-p5

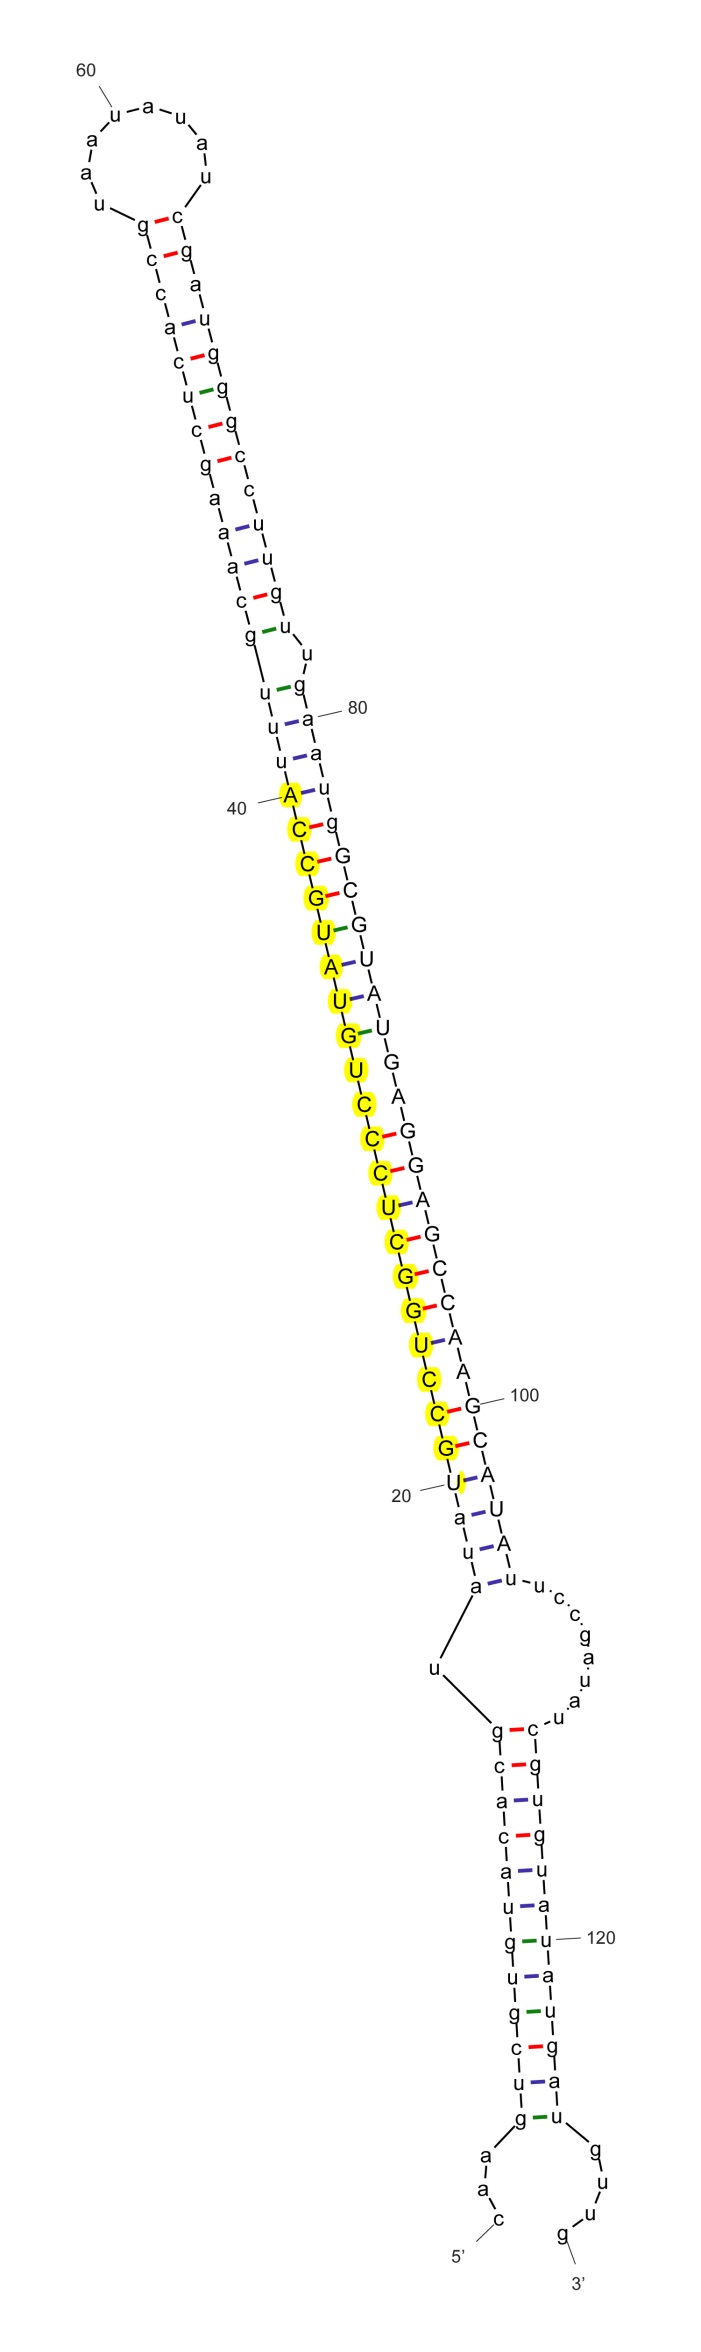

sha-miR160a

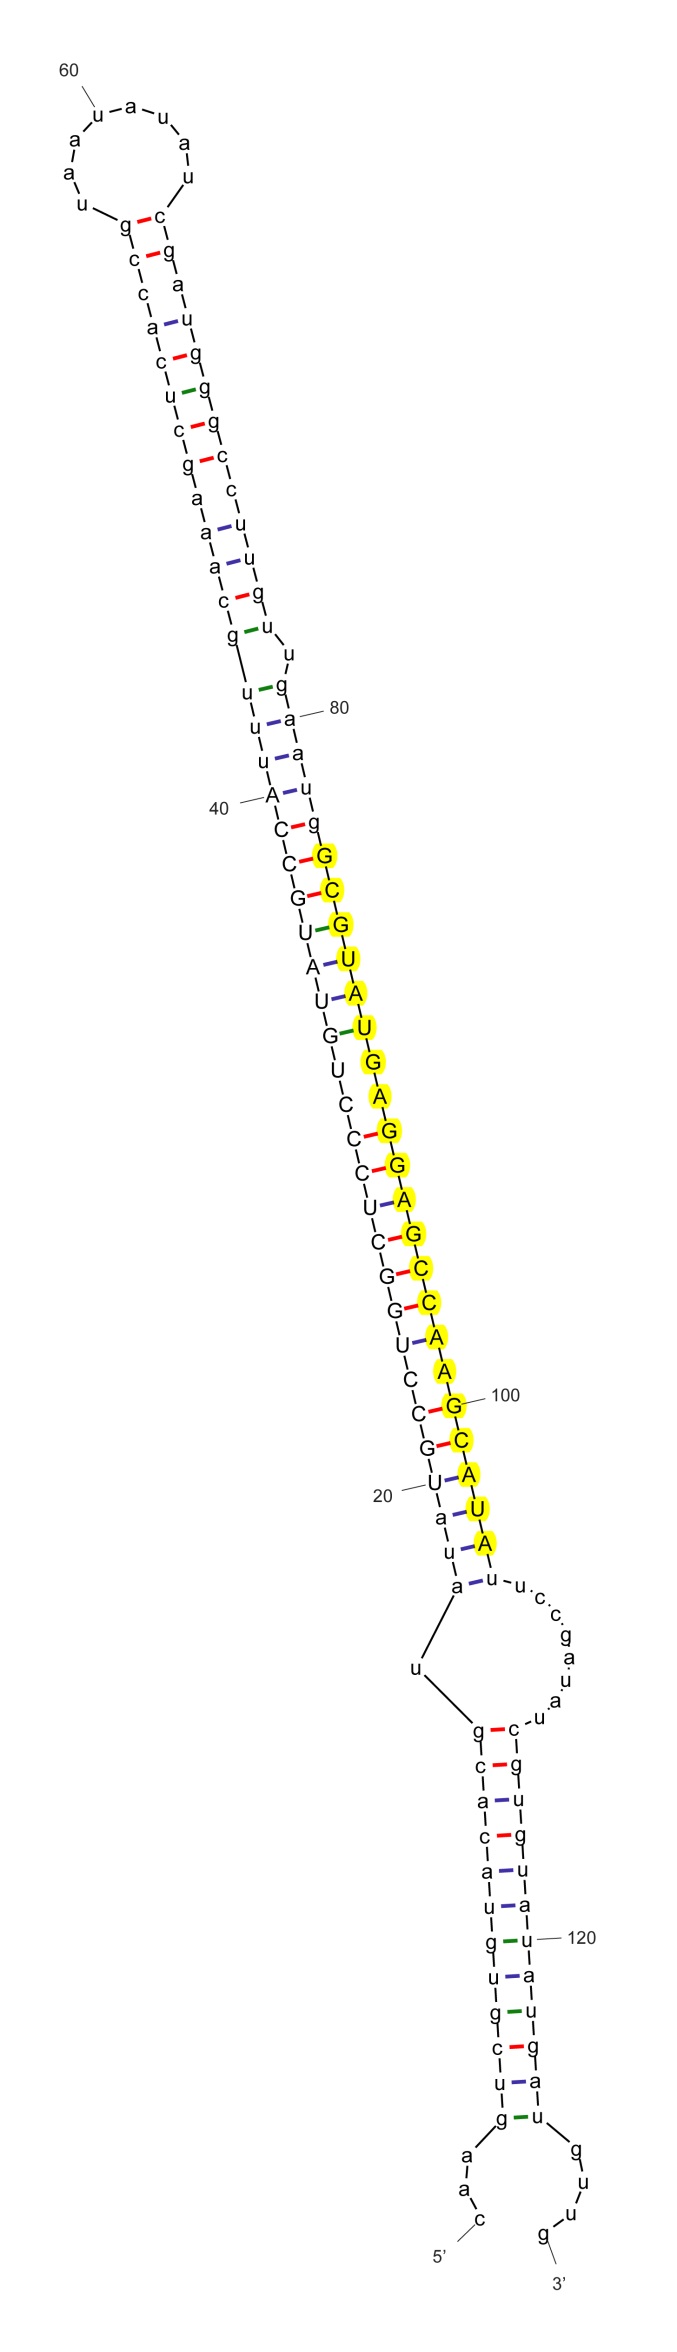

sha-miR160a-3p_stu

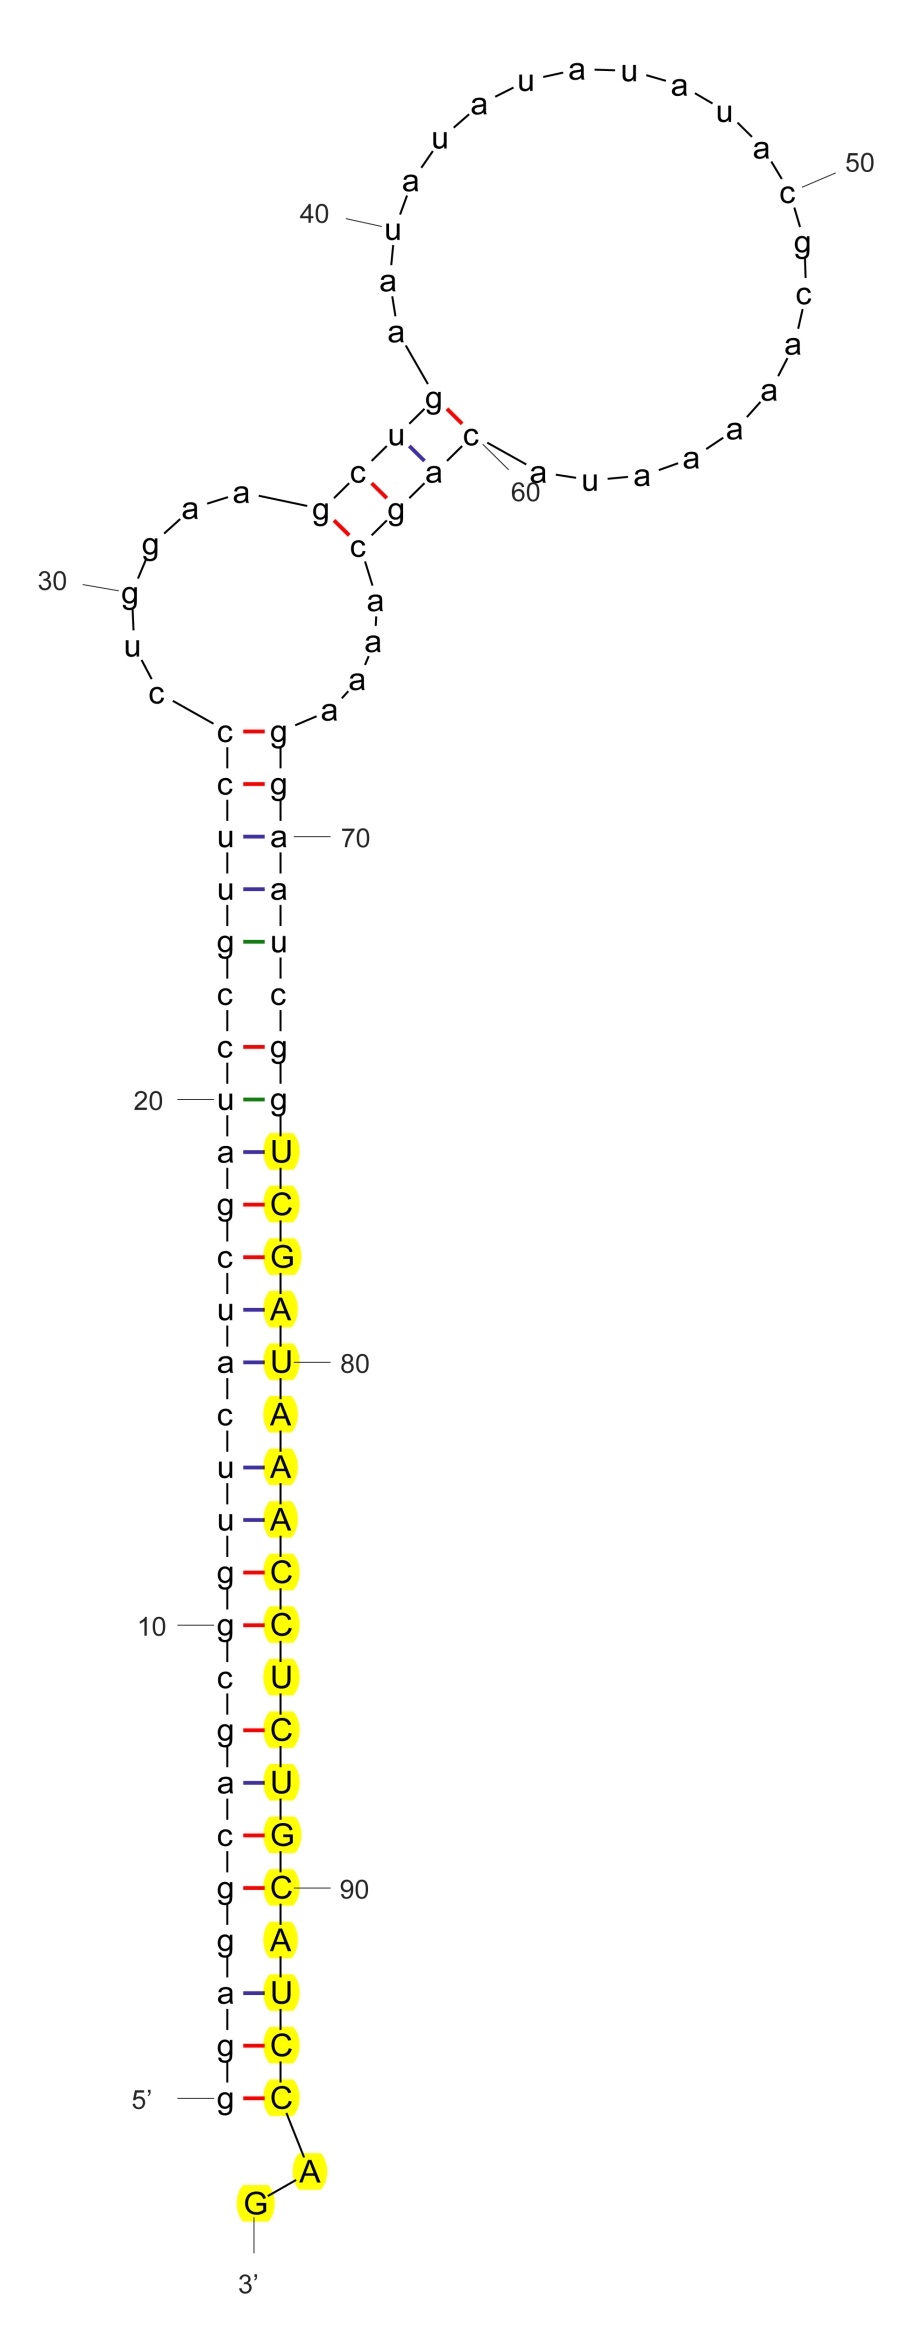

sha-miR162

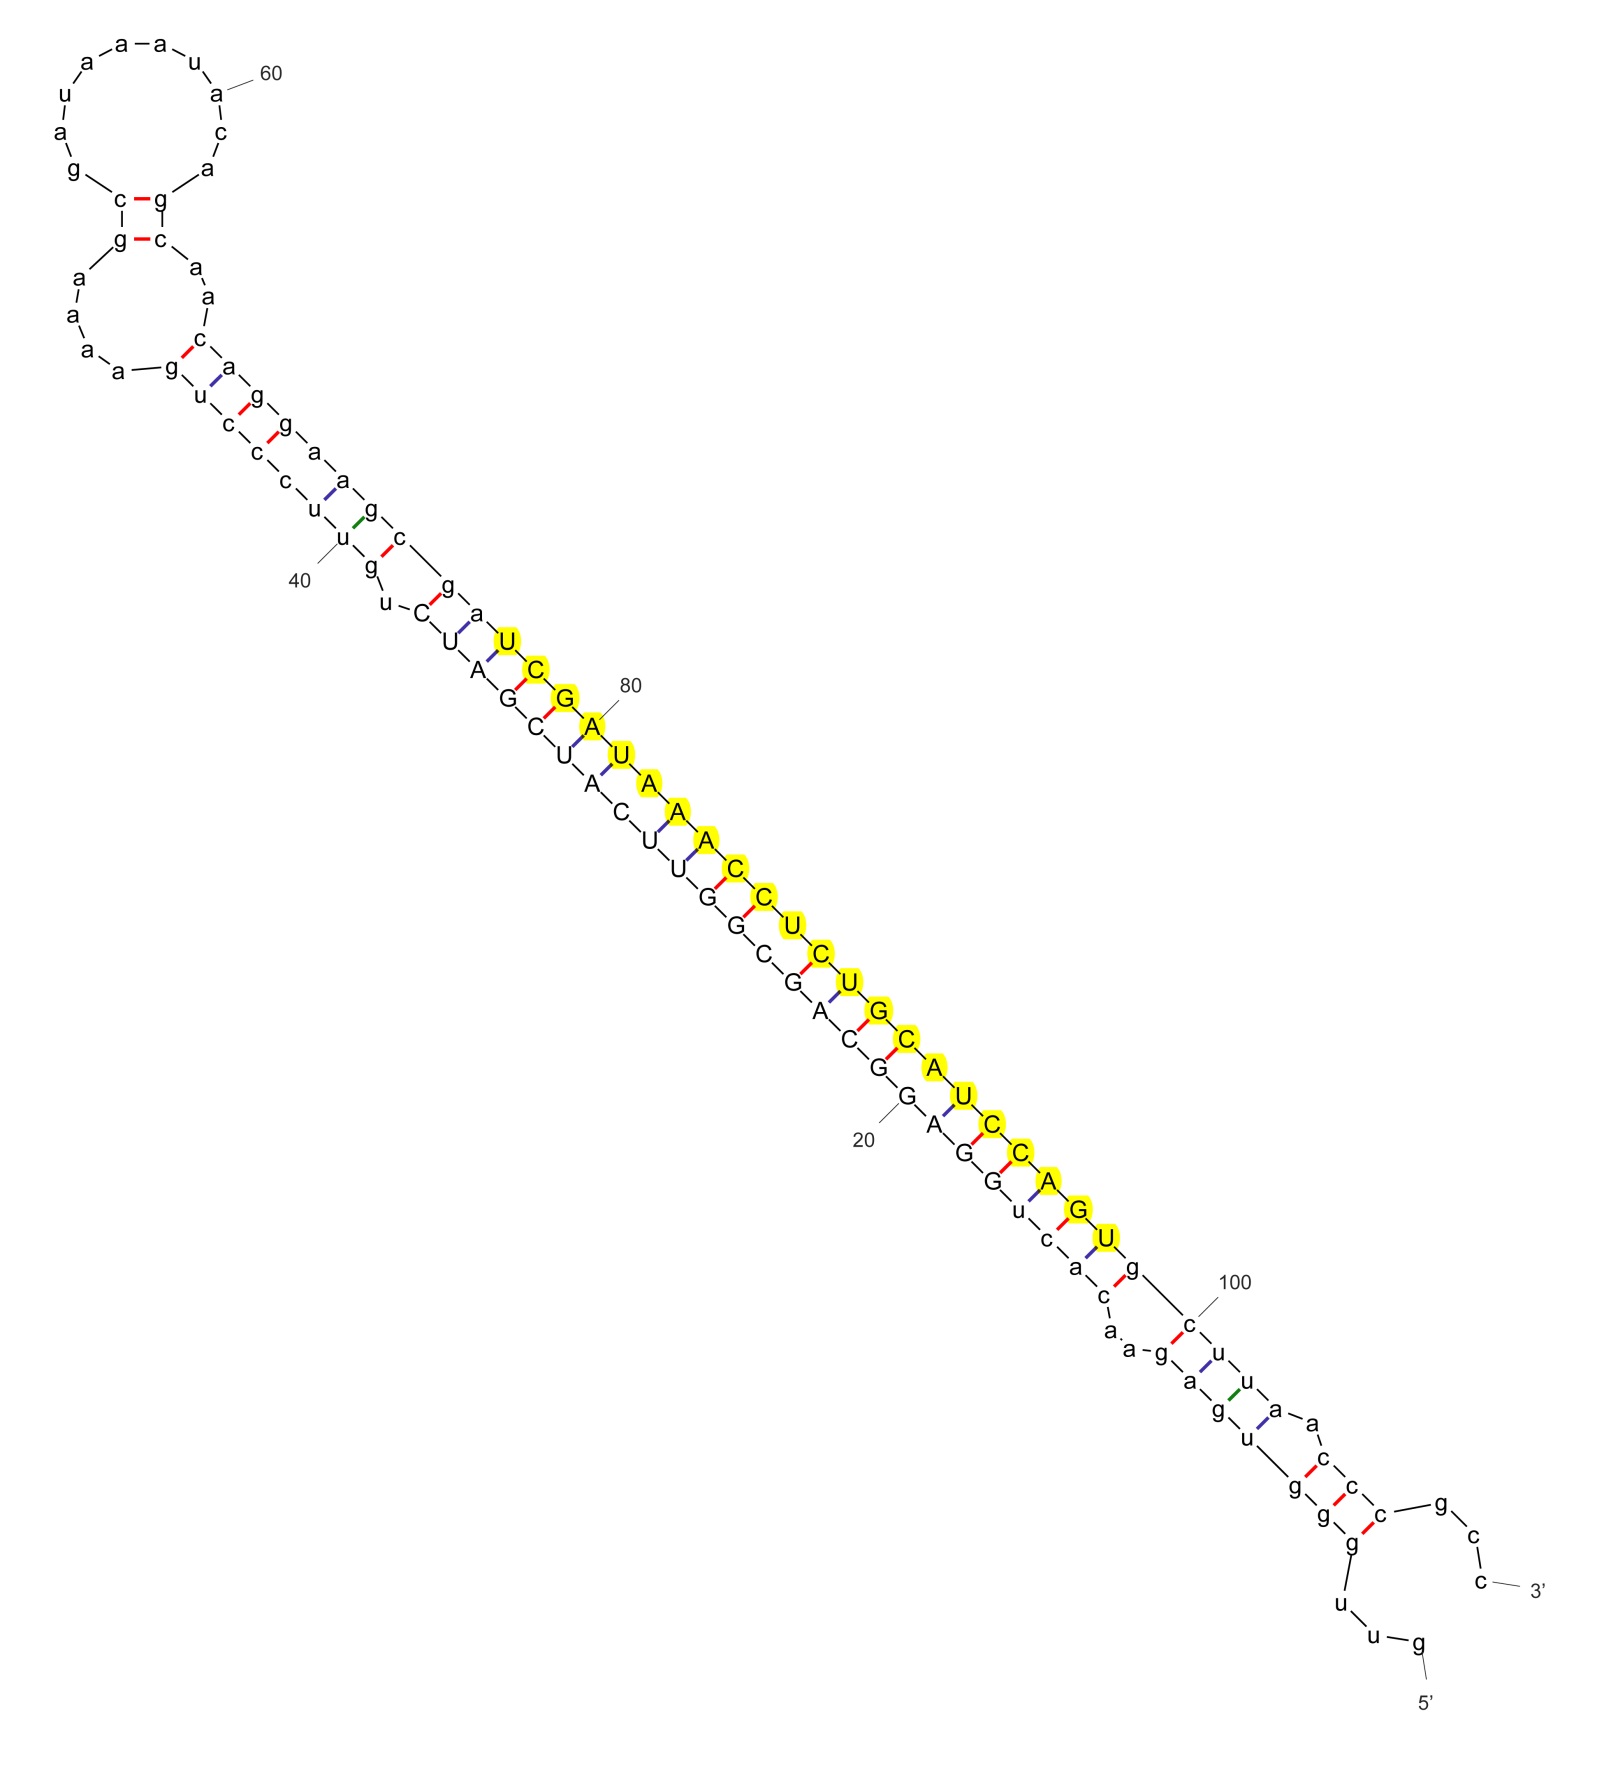

sha-miR162_vvi

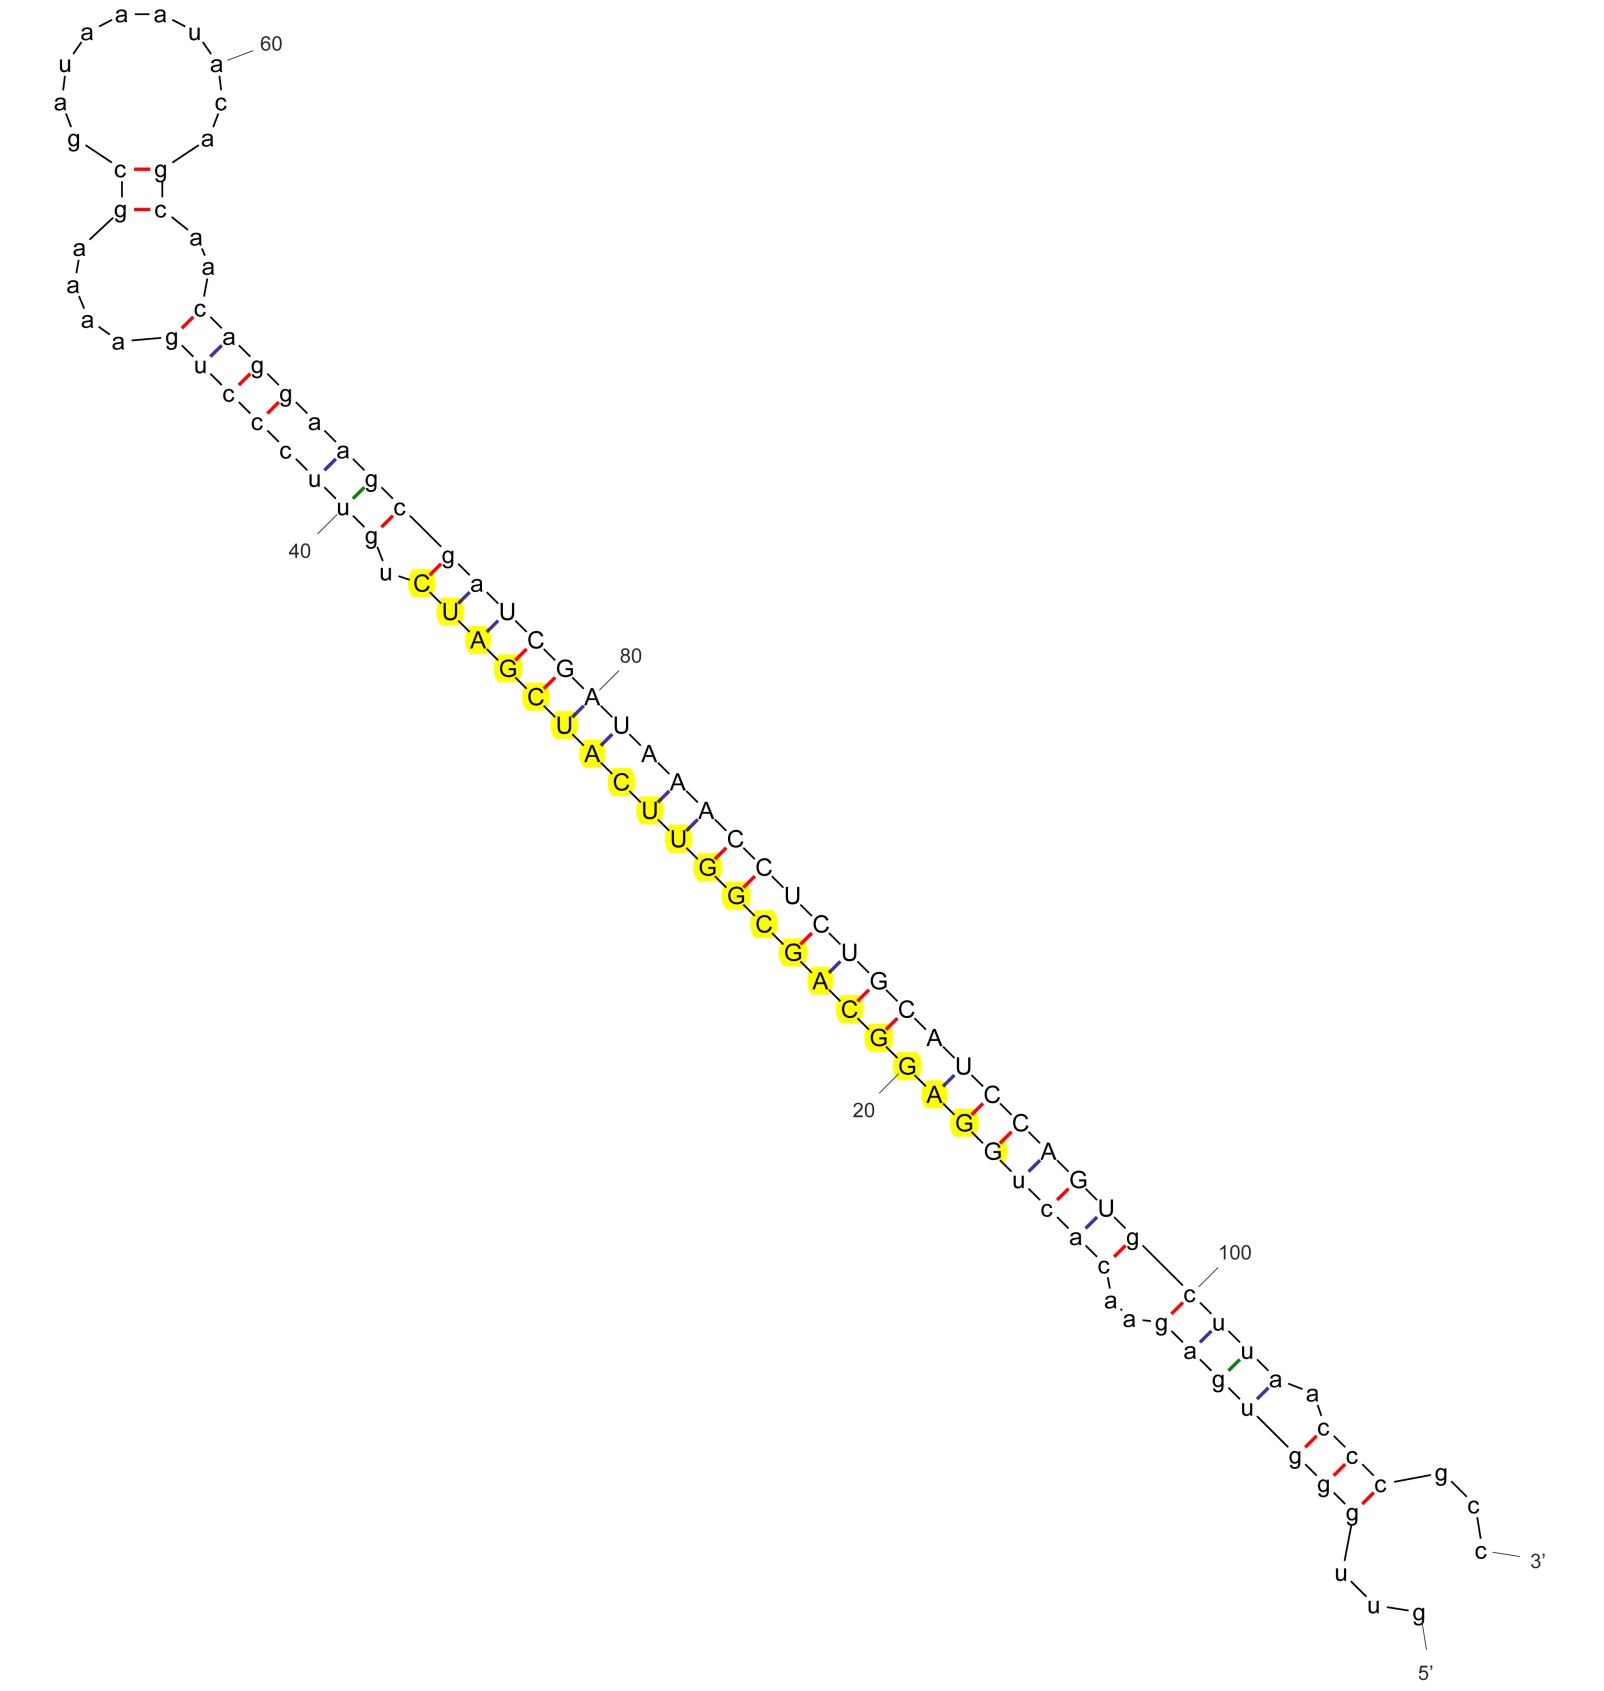

sha-miR162-p5_cme

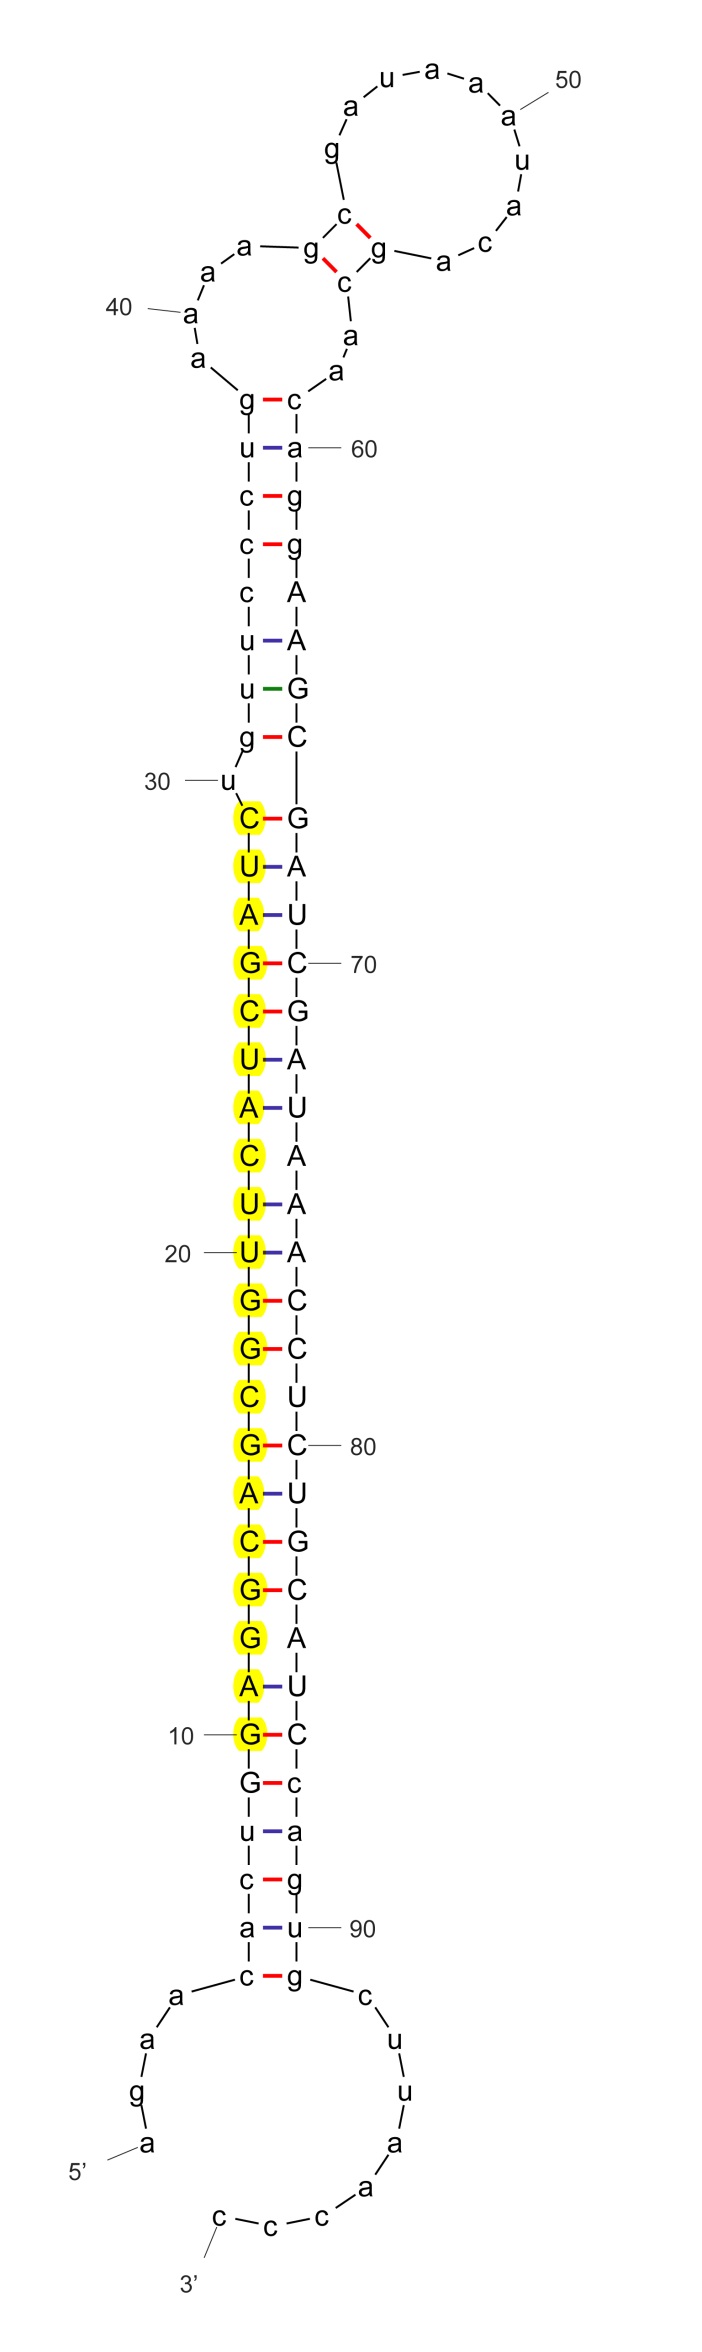

sha-miR162a-5p_stu

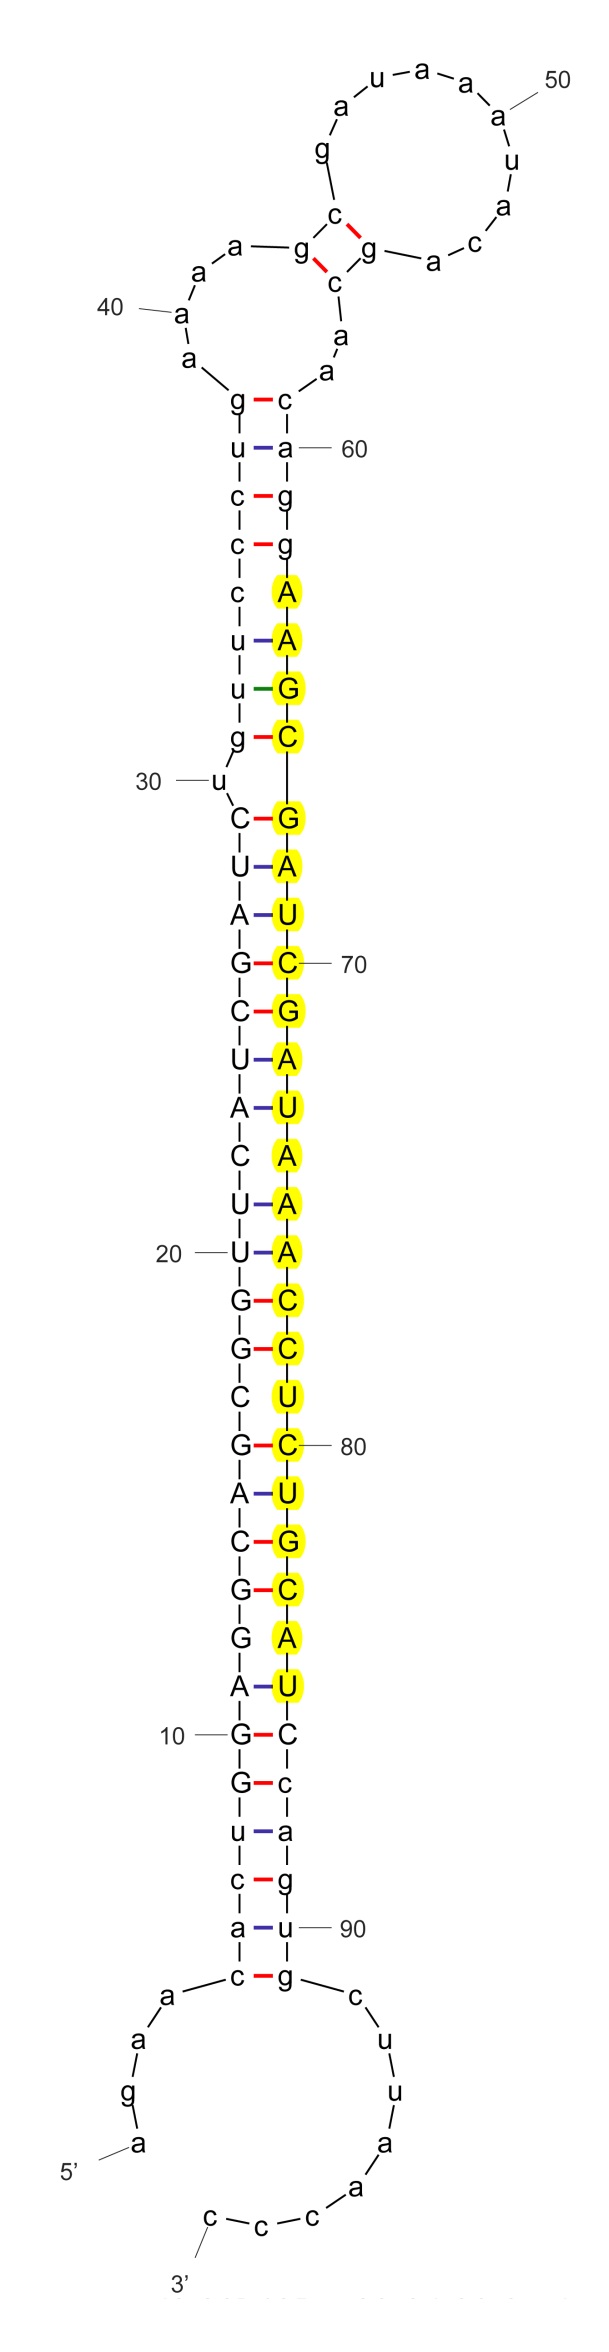

sha-miR162a-p3_stu

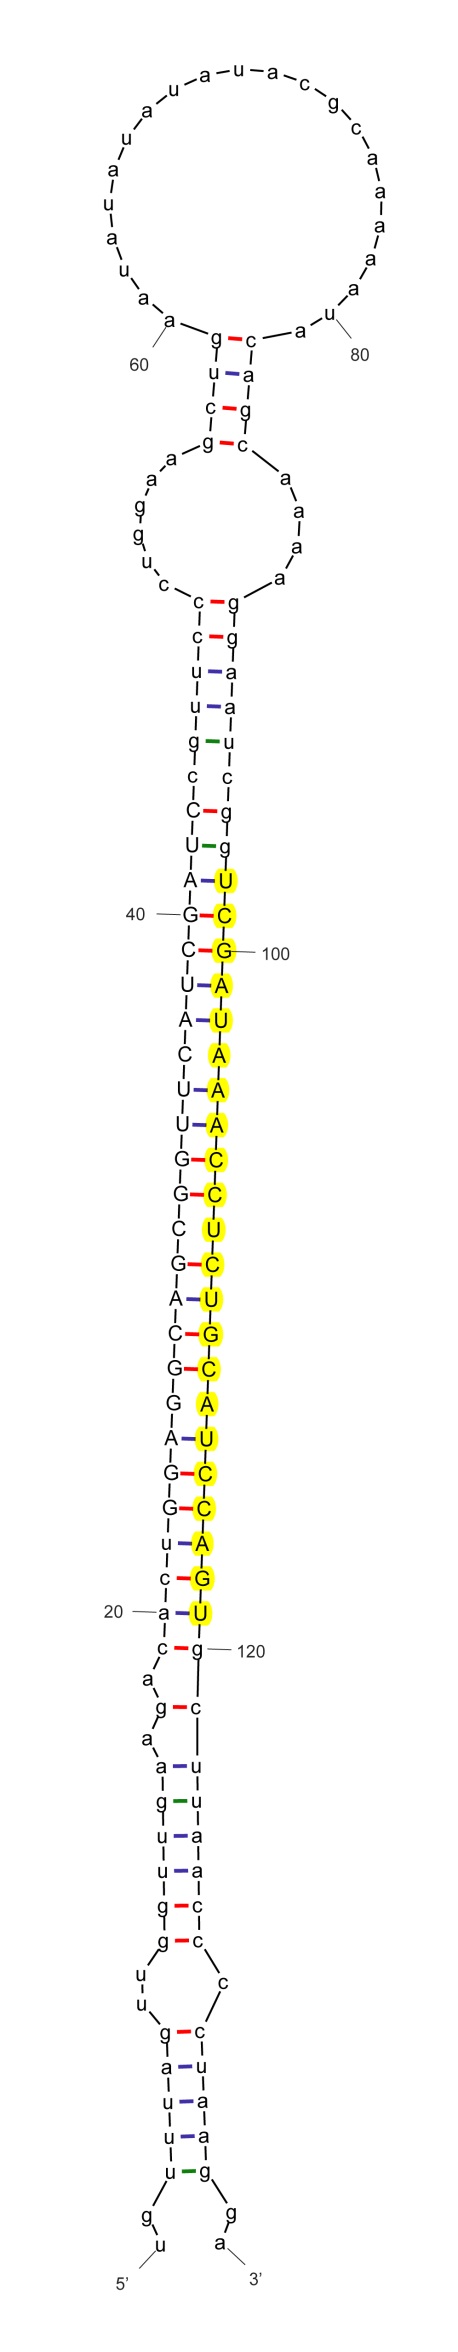

sha-miR162b-3p_stu

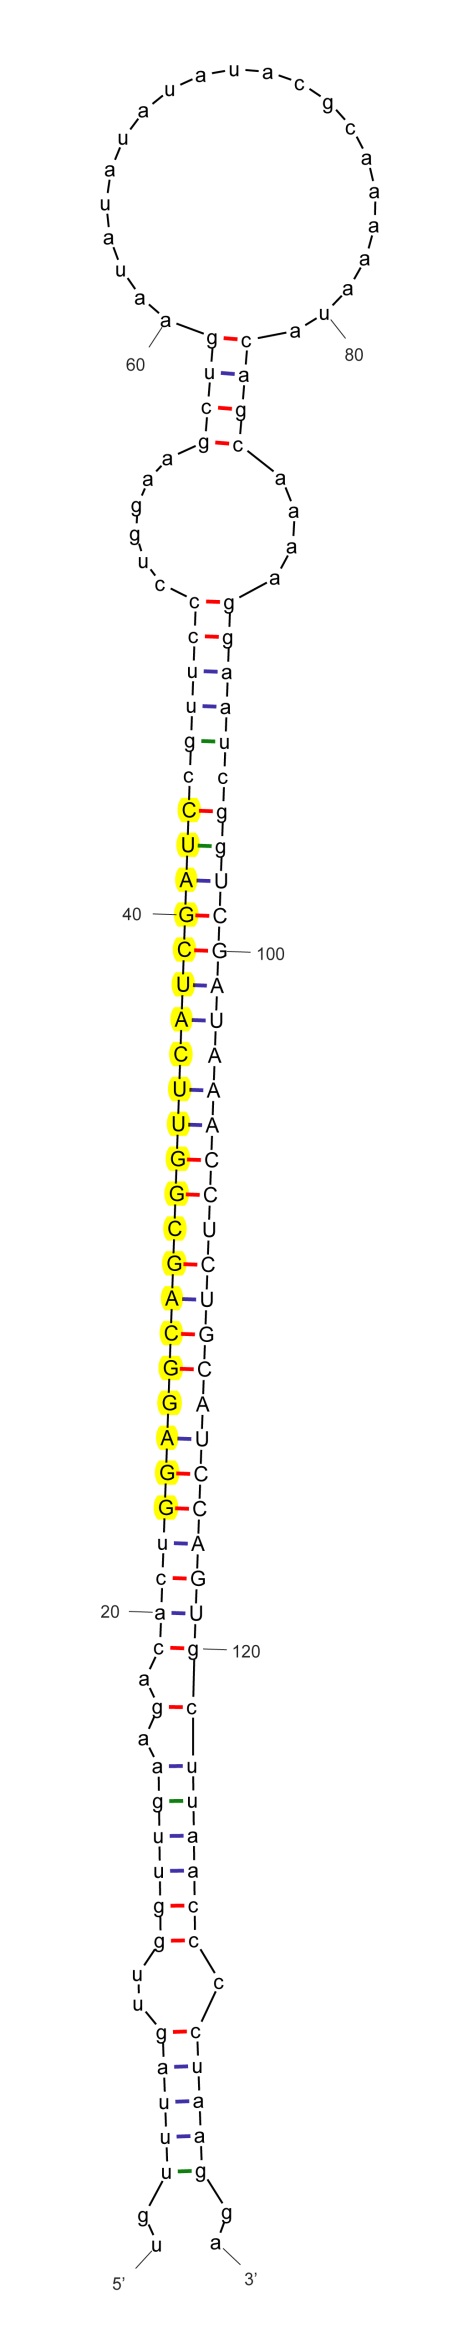

sha-miR162b-5p_stu

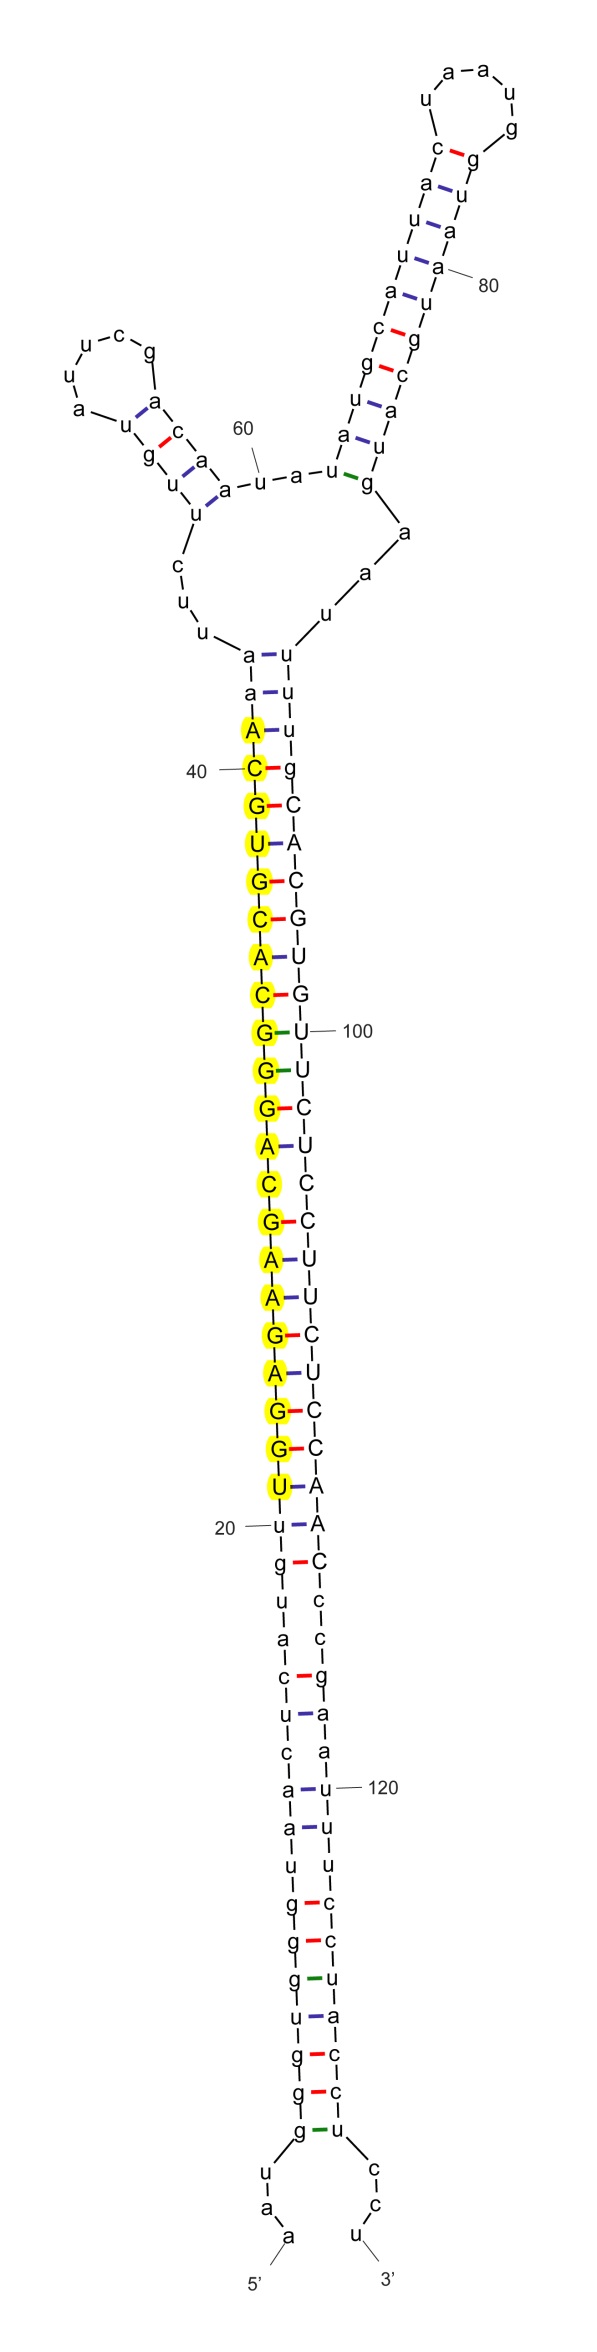

sha-miR164a_nta

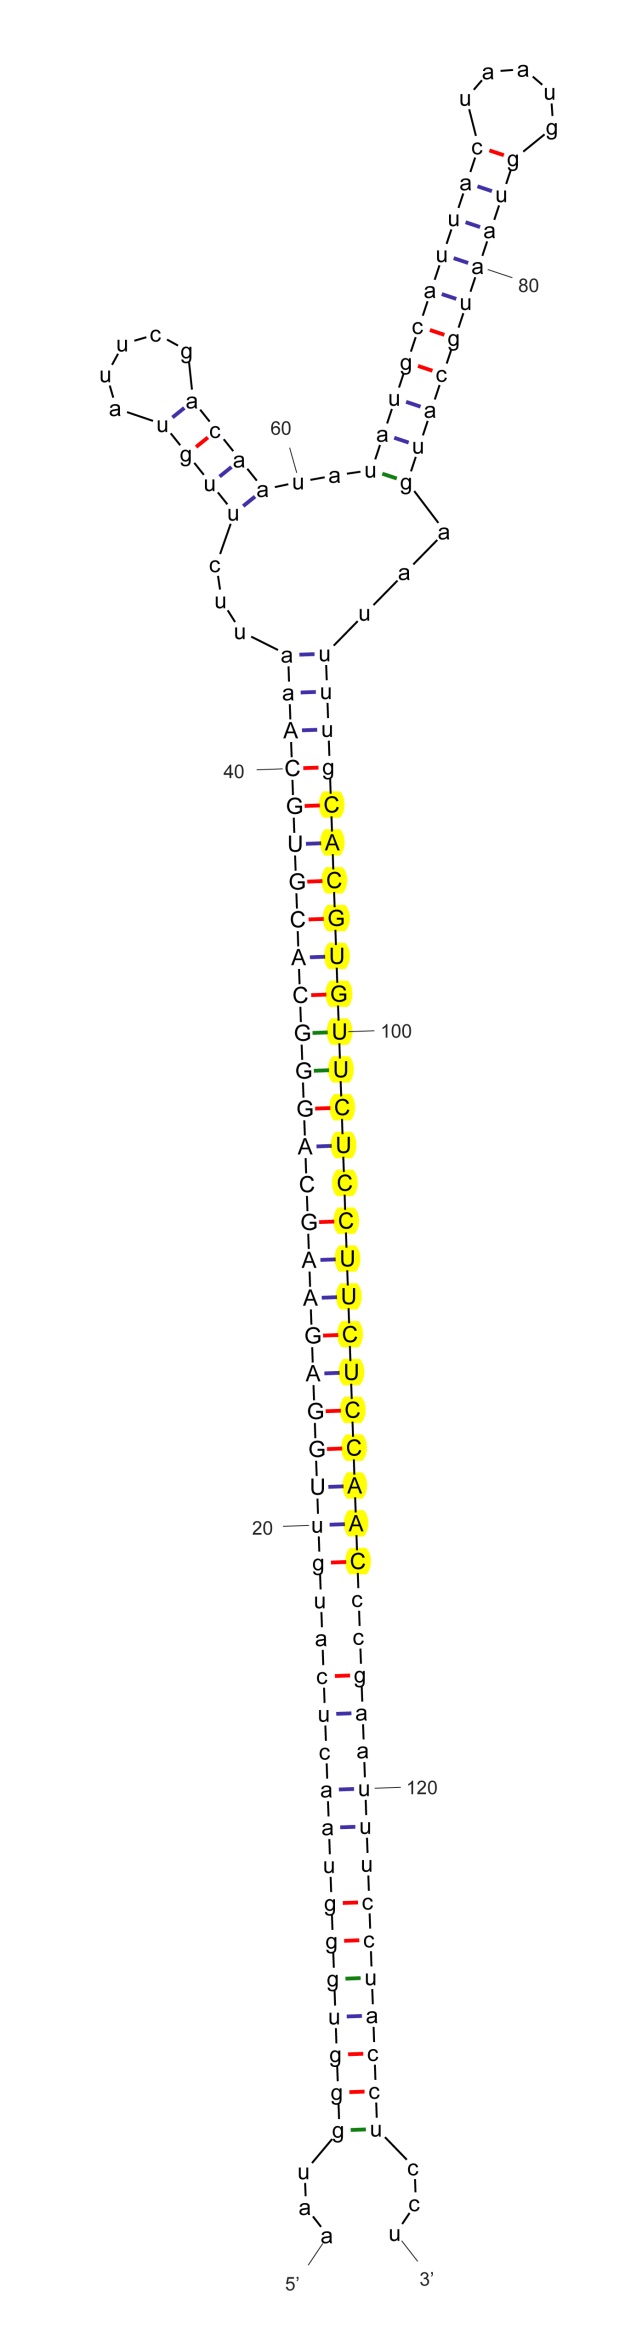

sha-miR164c-3p_aly

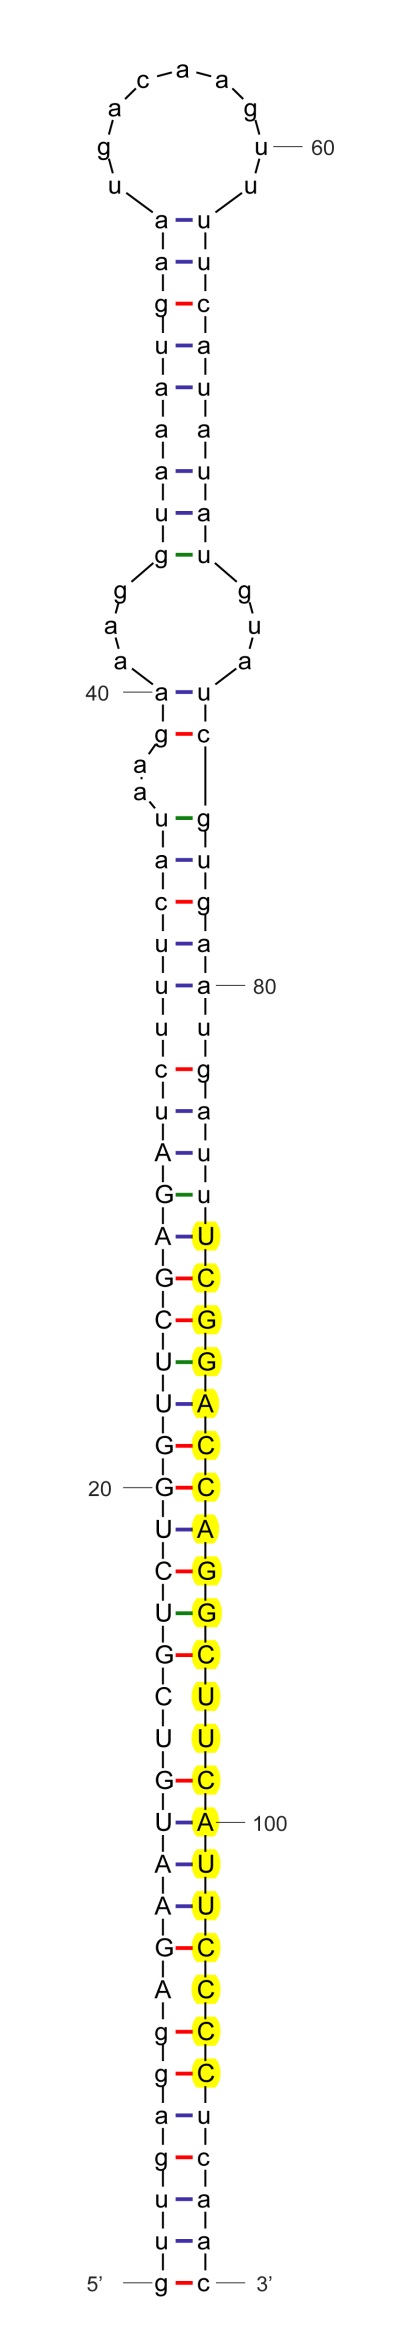

sha-miR166a

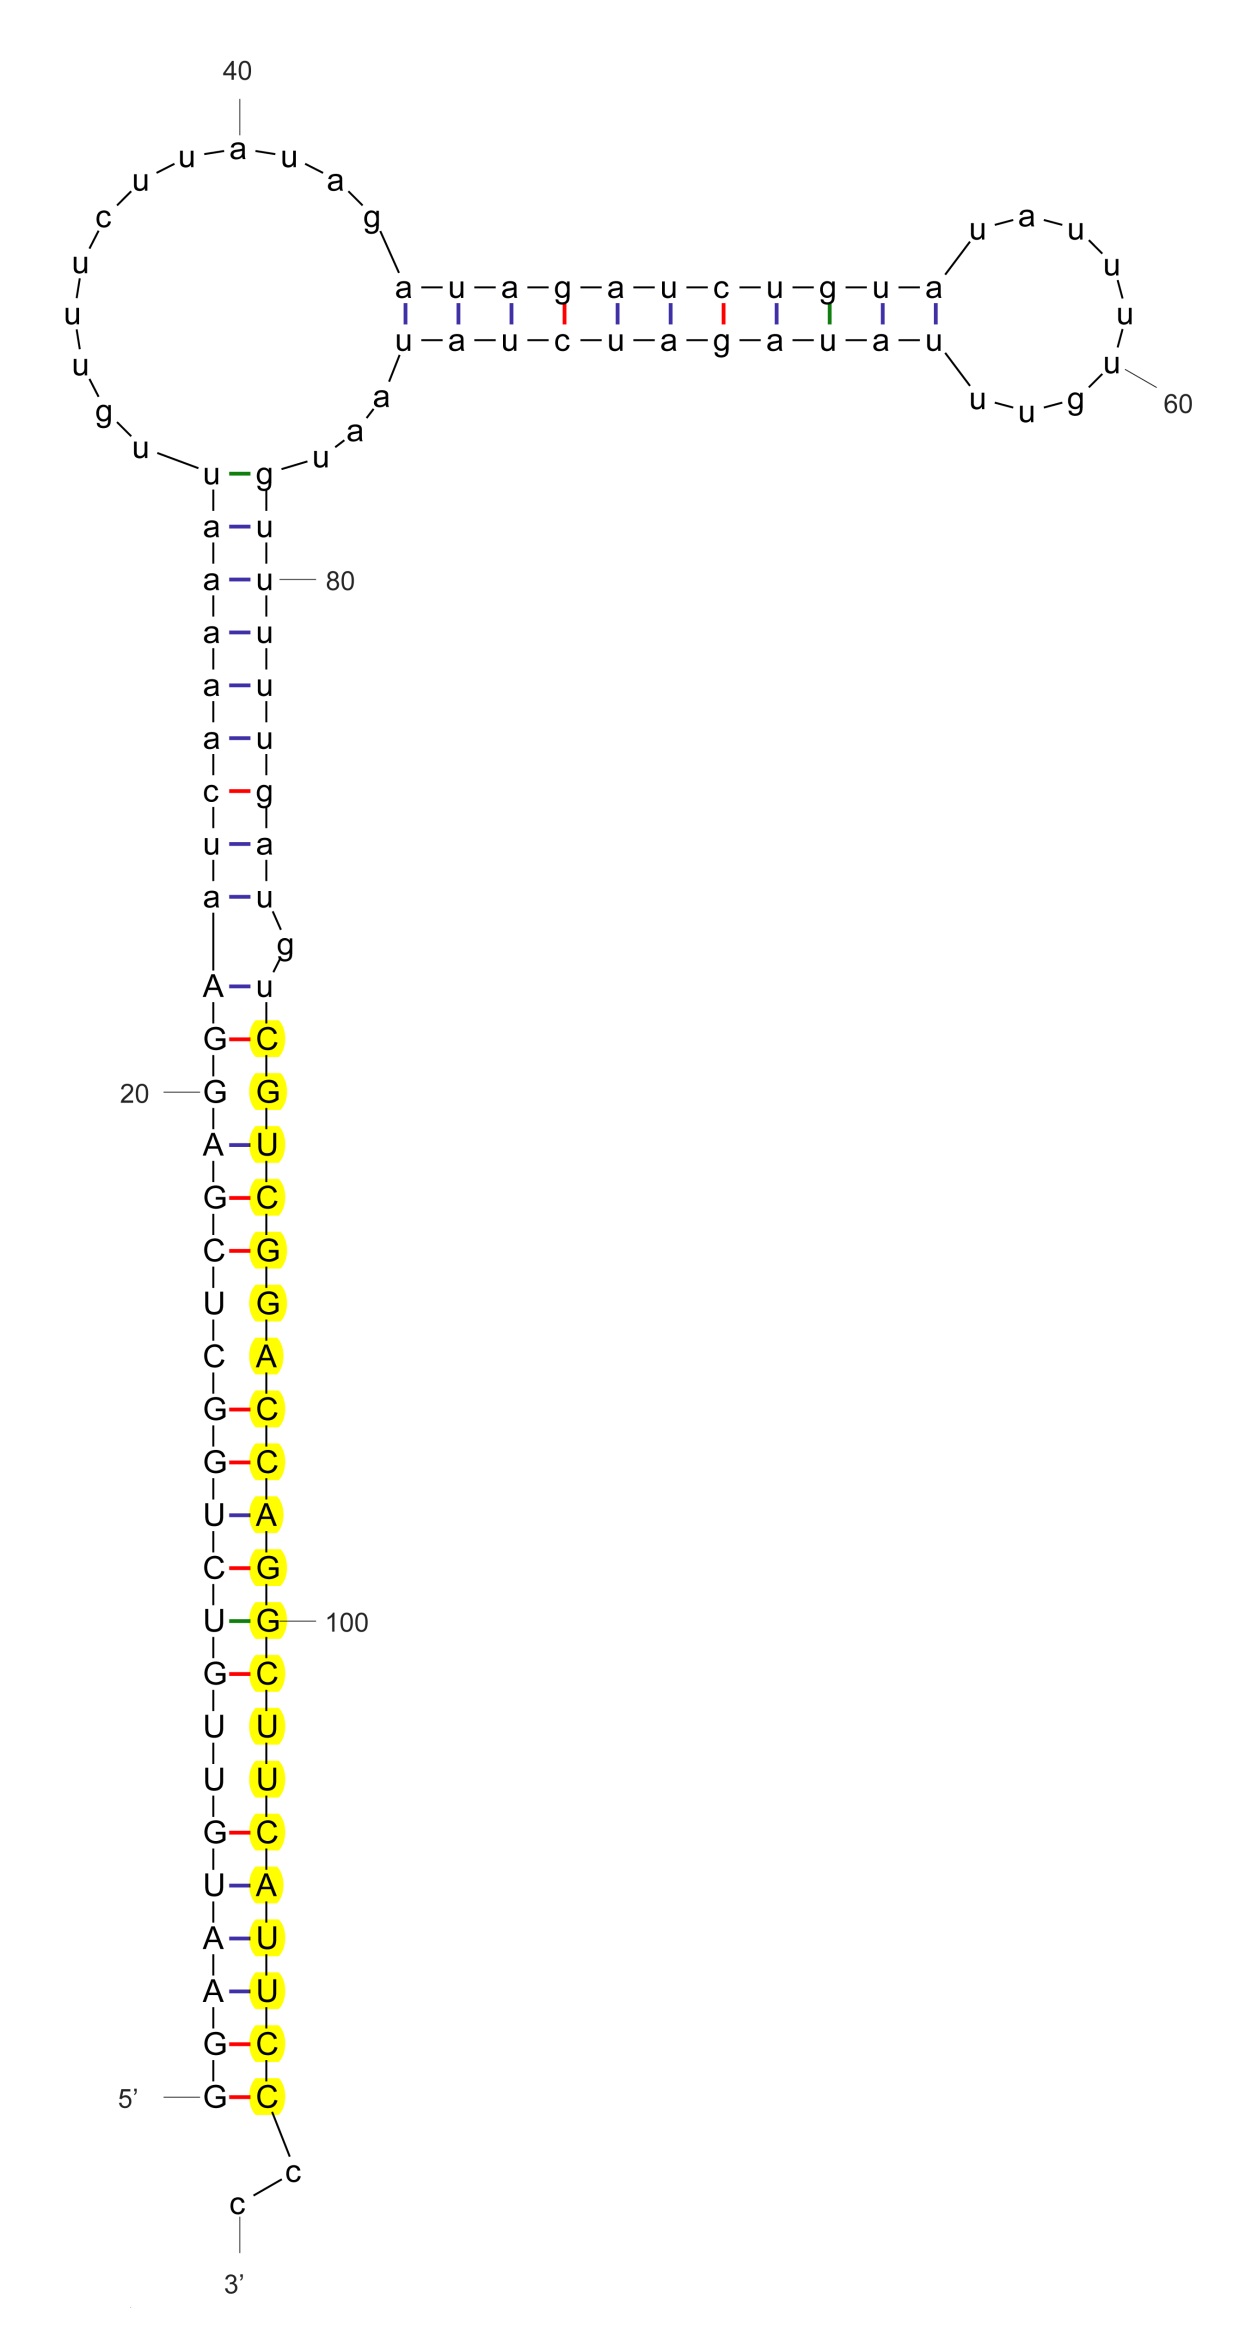

sha-miR166a-3p_stu

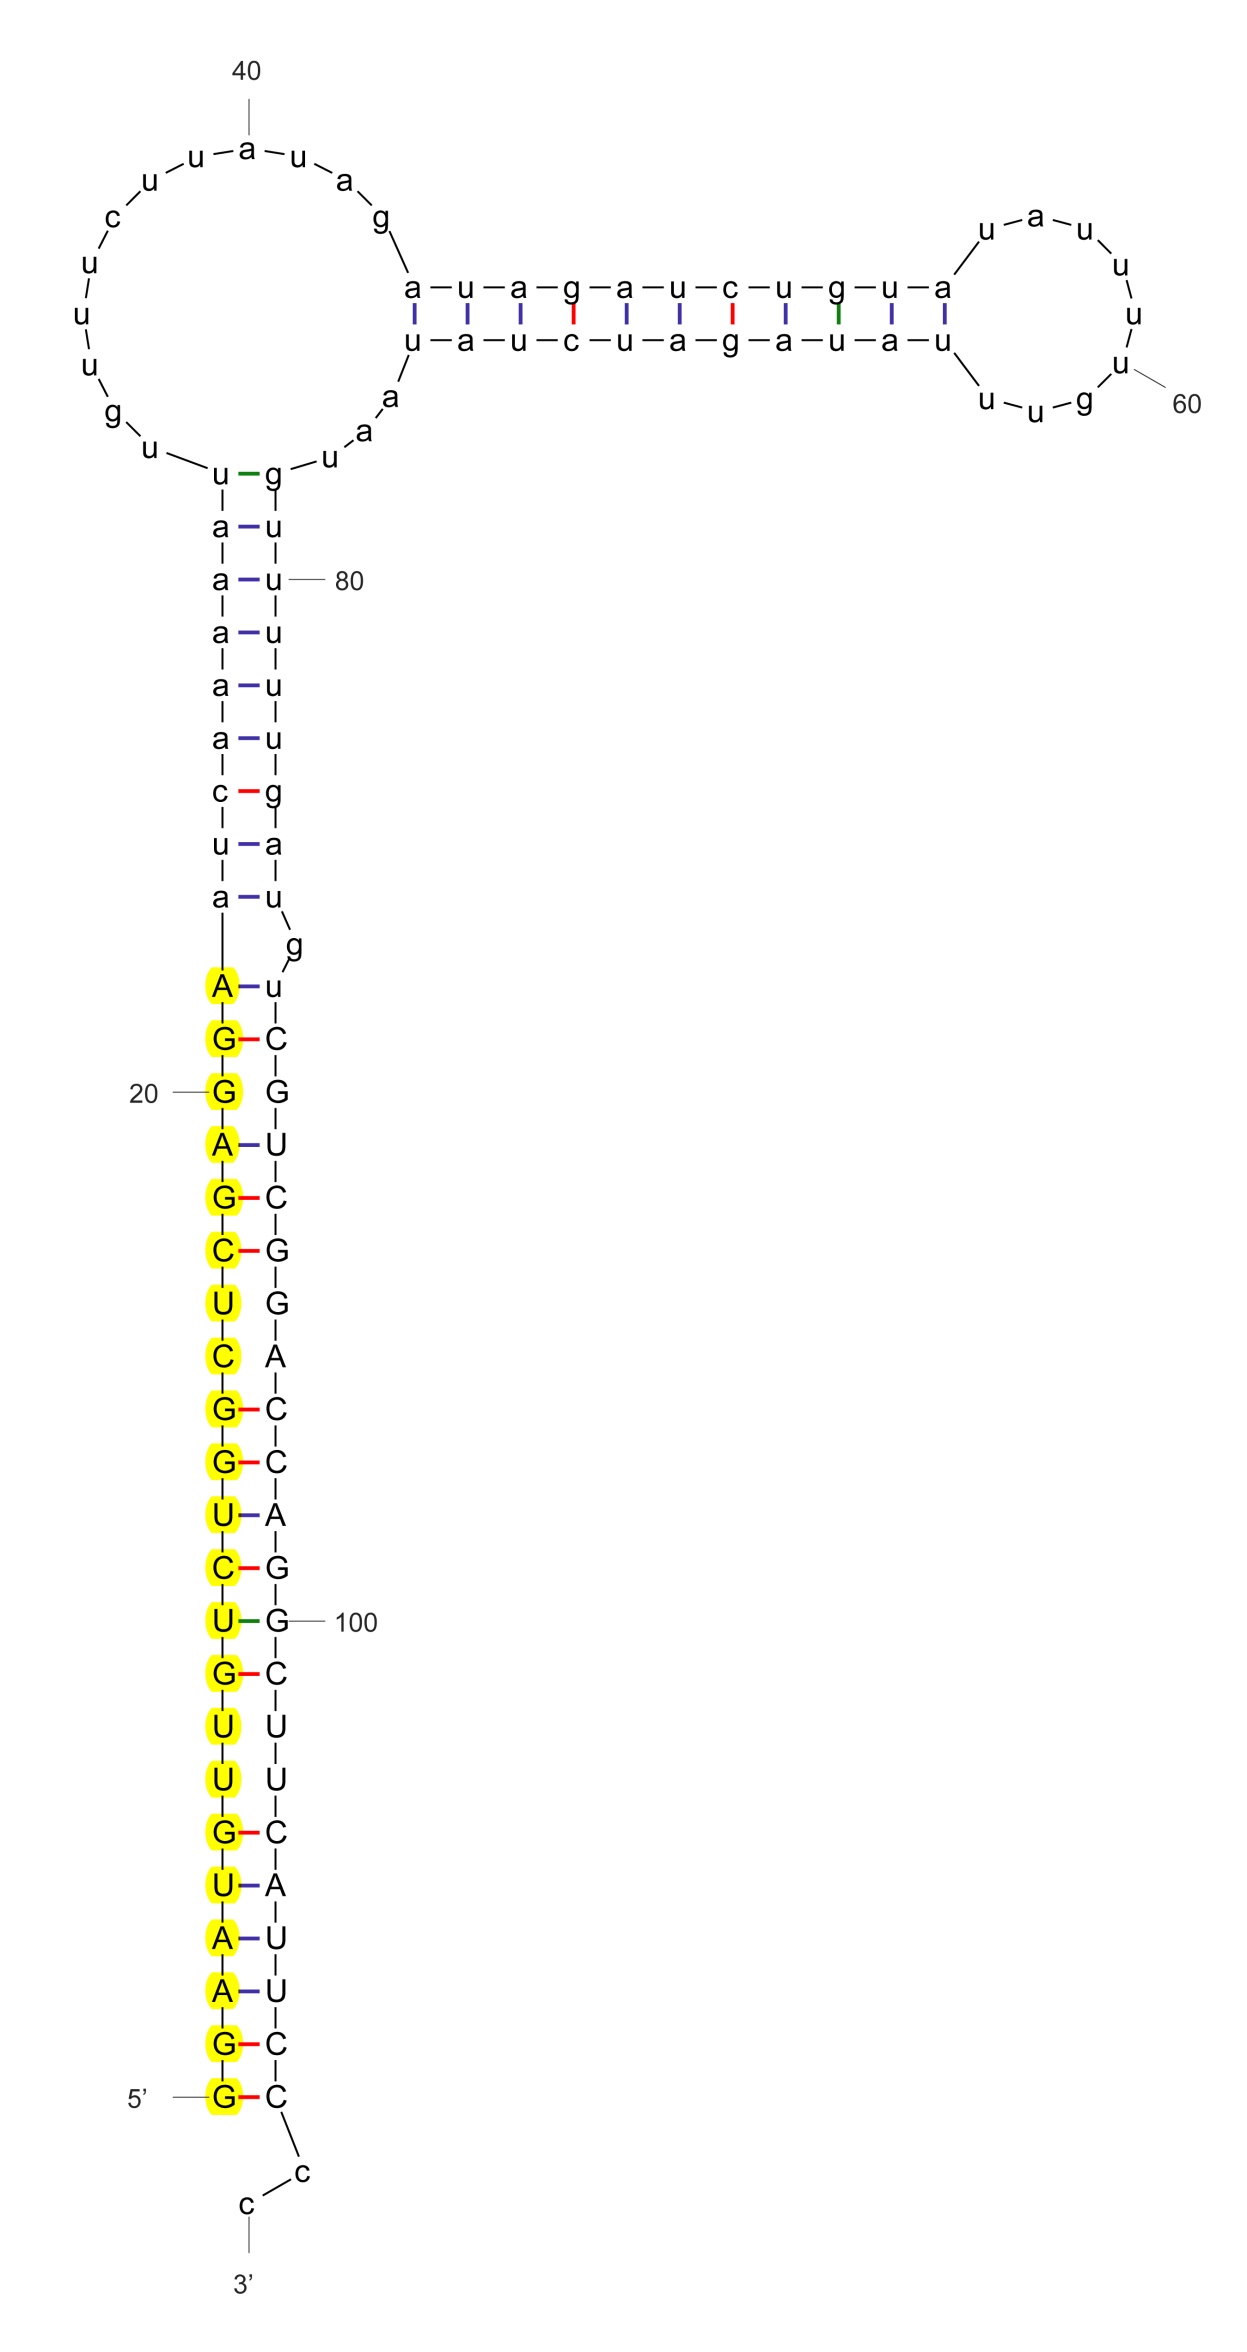

sha-miR166a-5p_stu

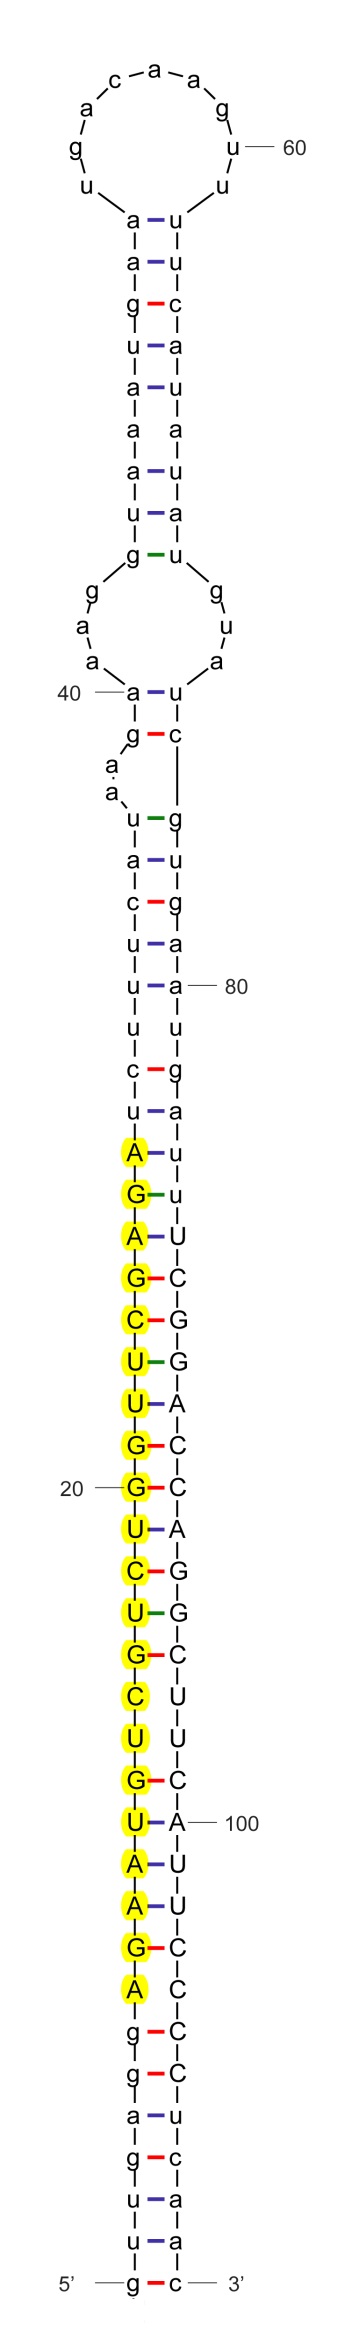

sha-miR166a-p5

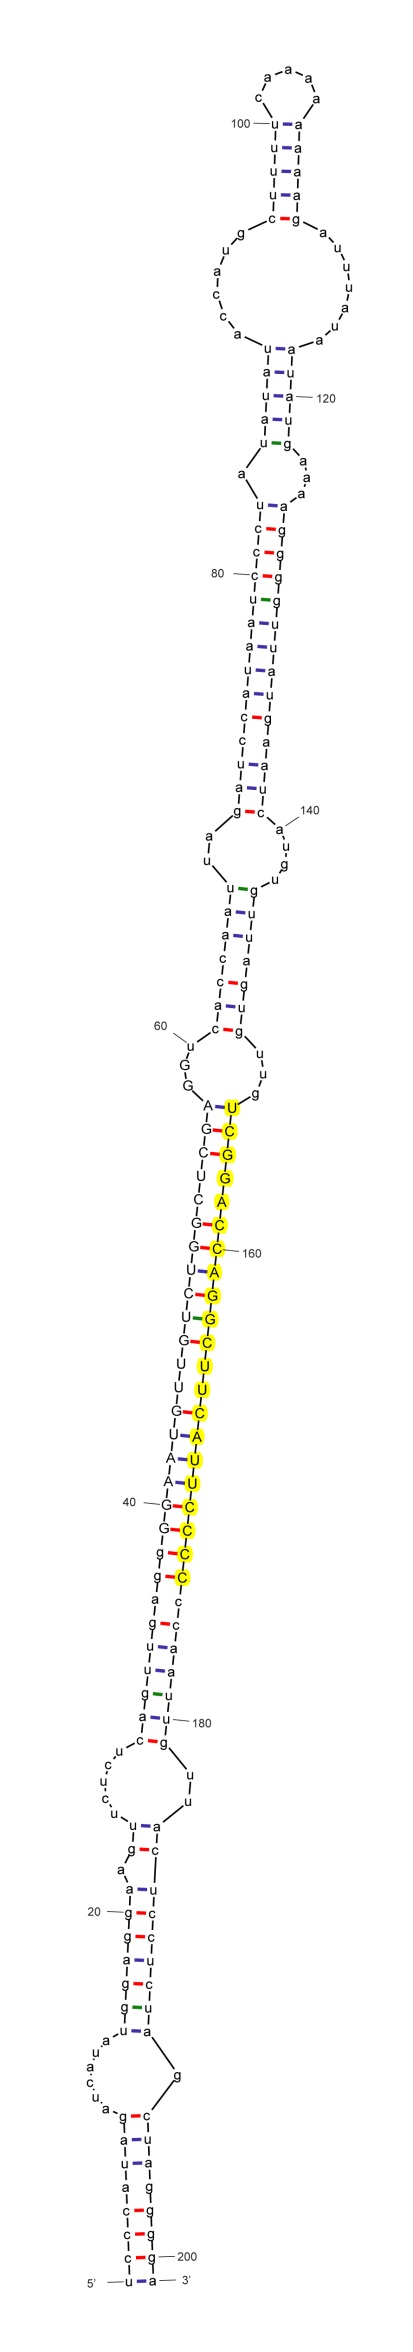

sha-miR166b

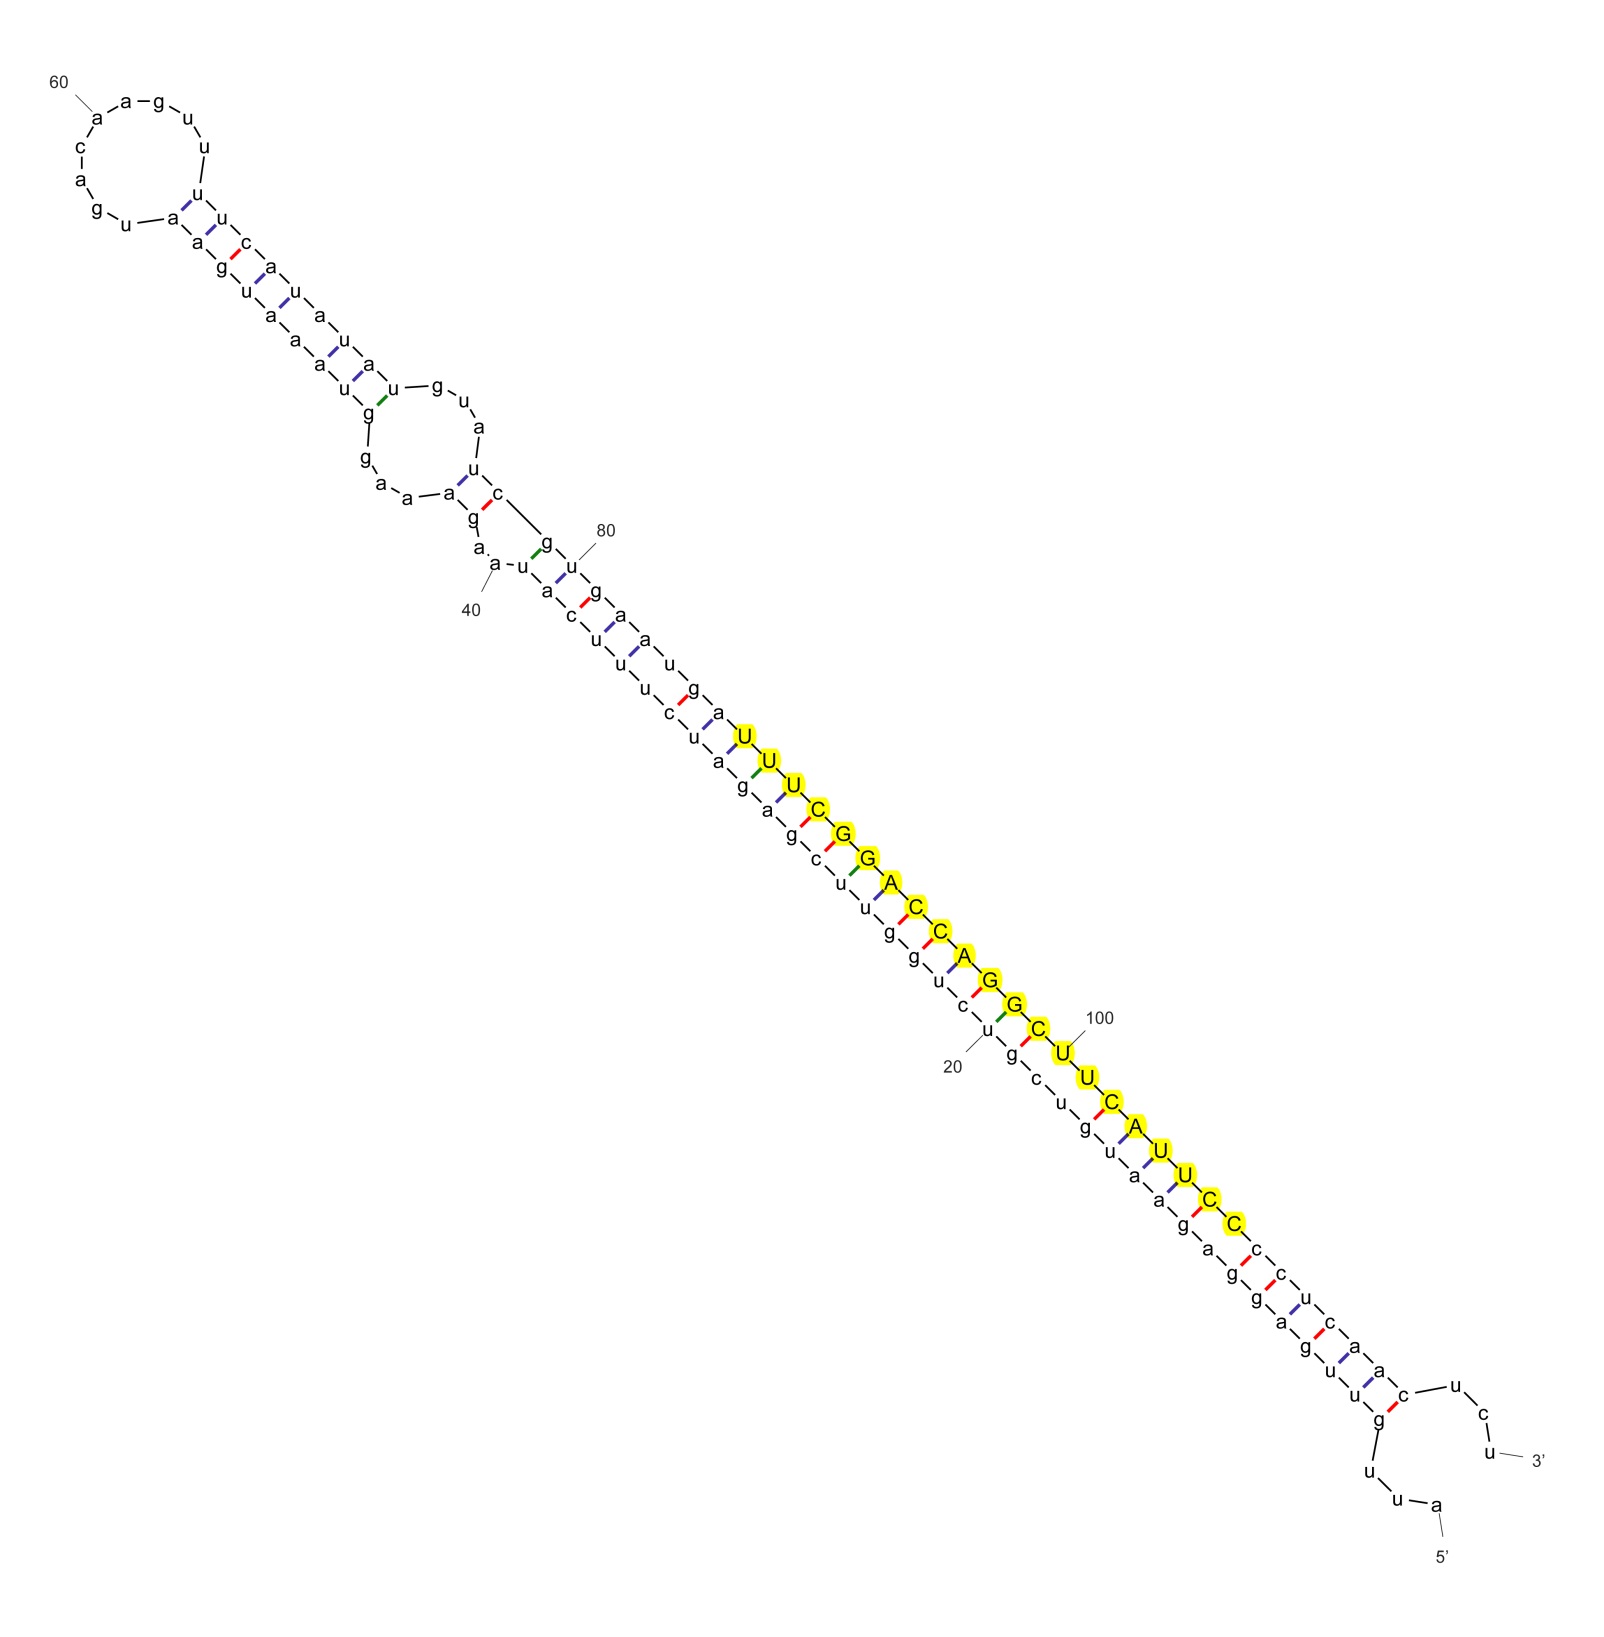

sha-miR166b_stu

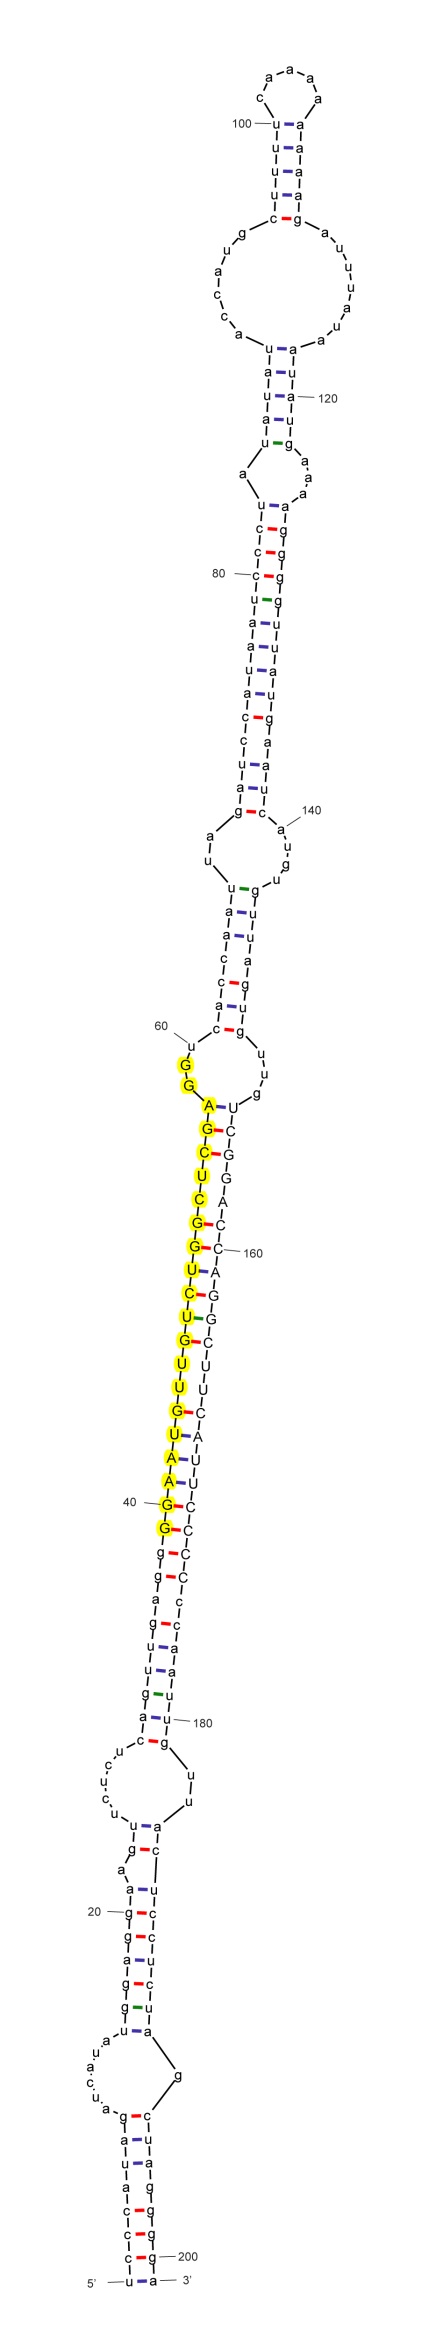

sha-miR166b-p5

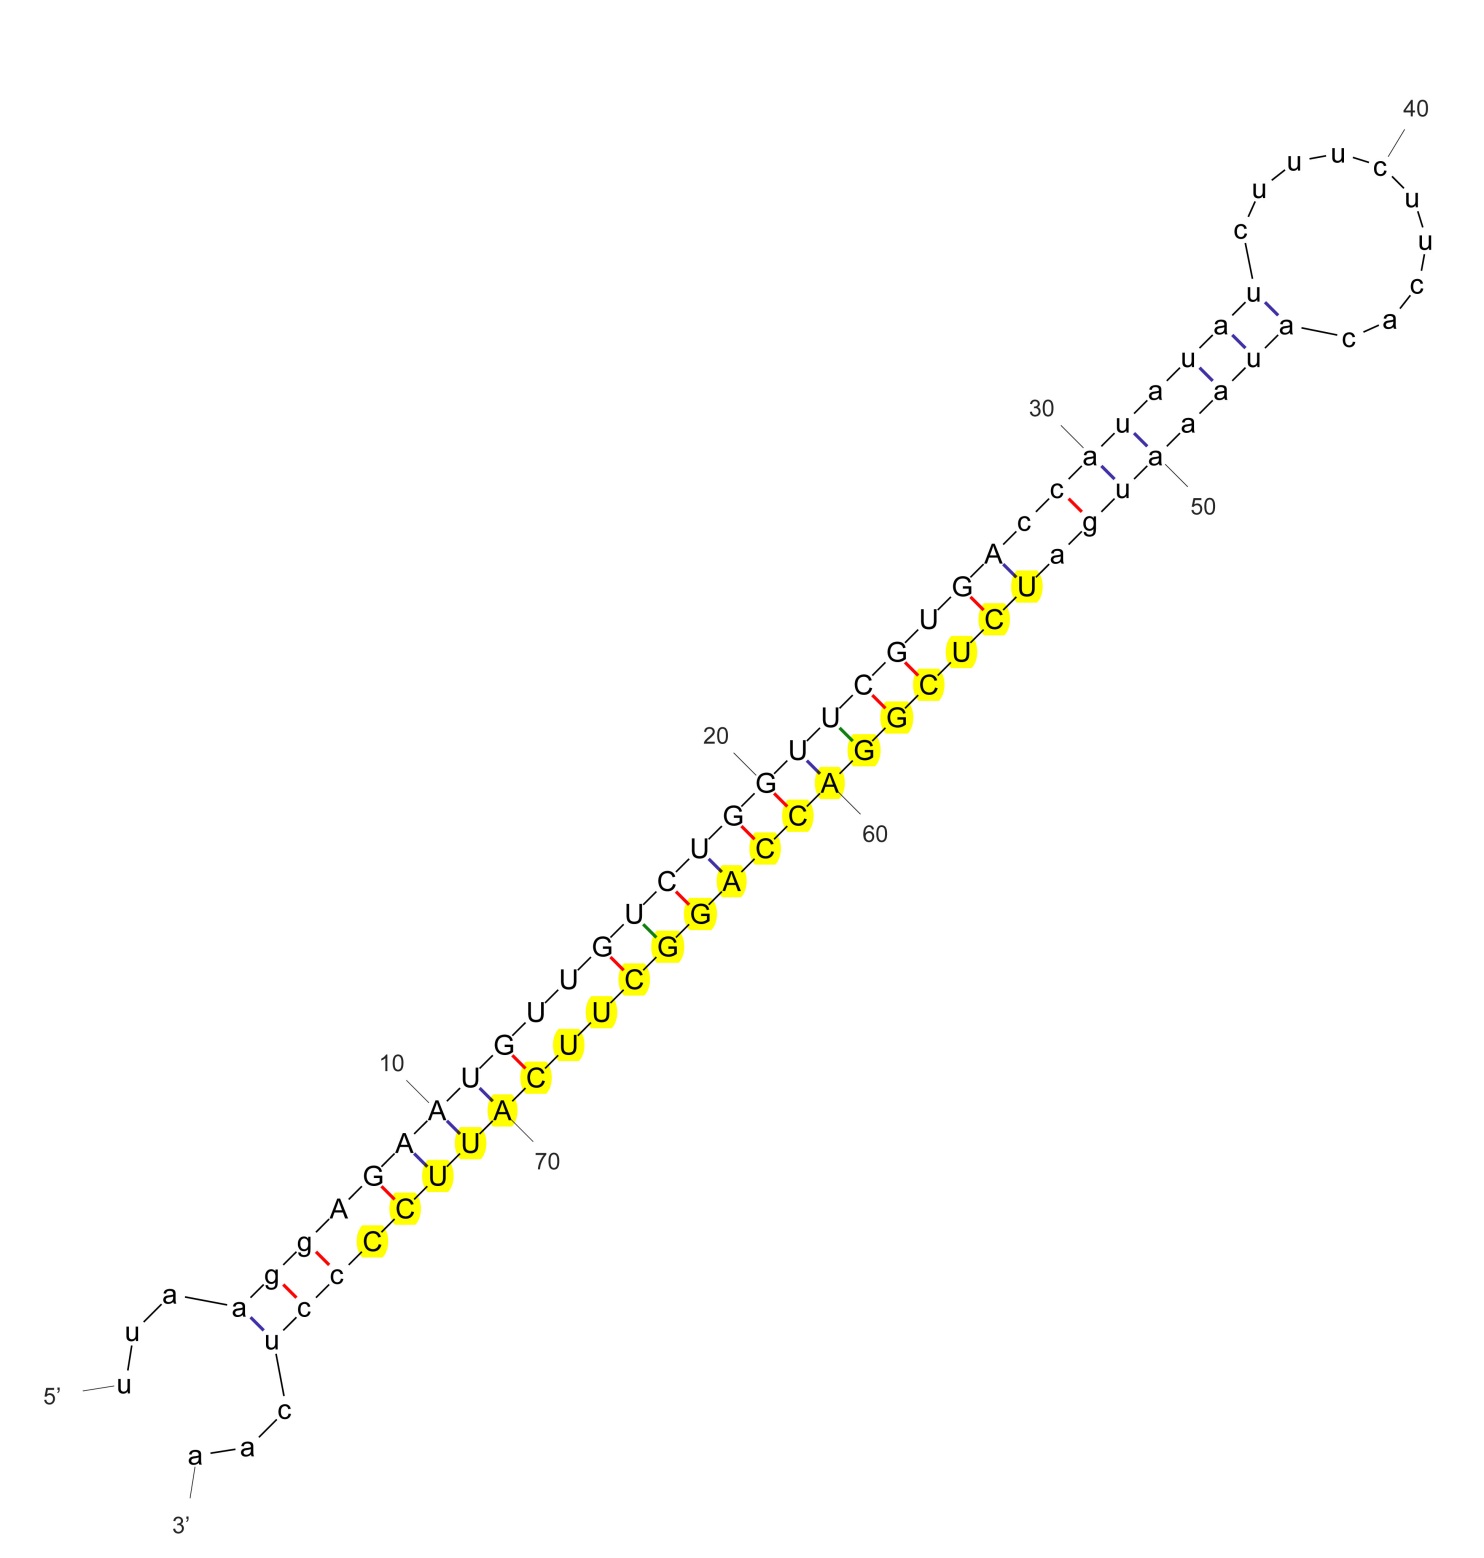

sha-miR166g_nta

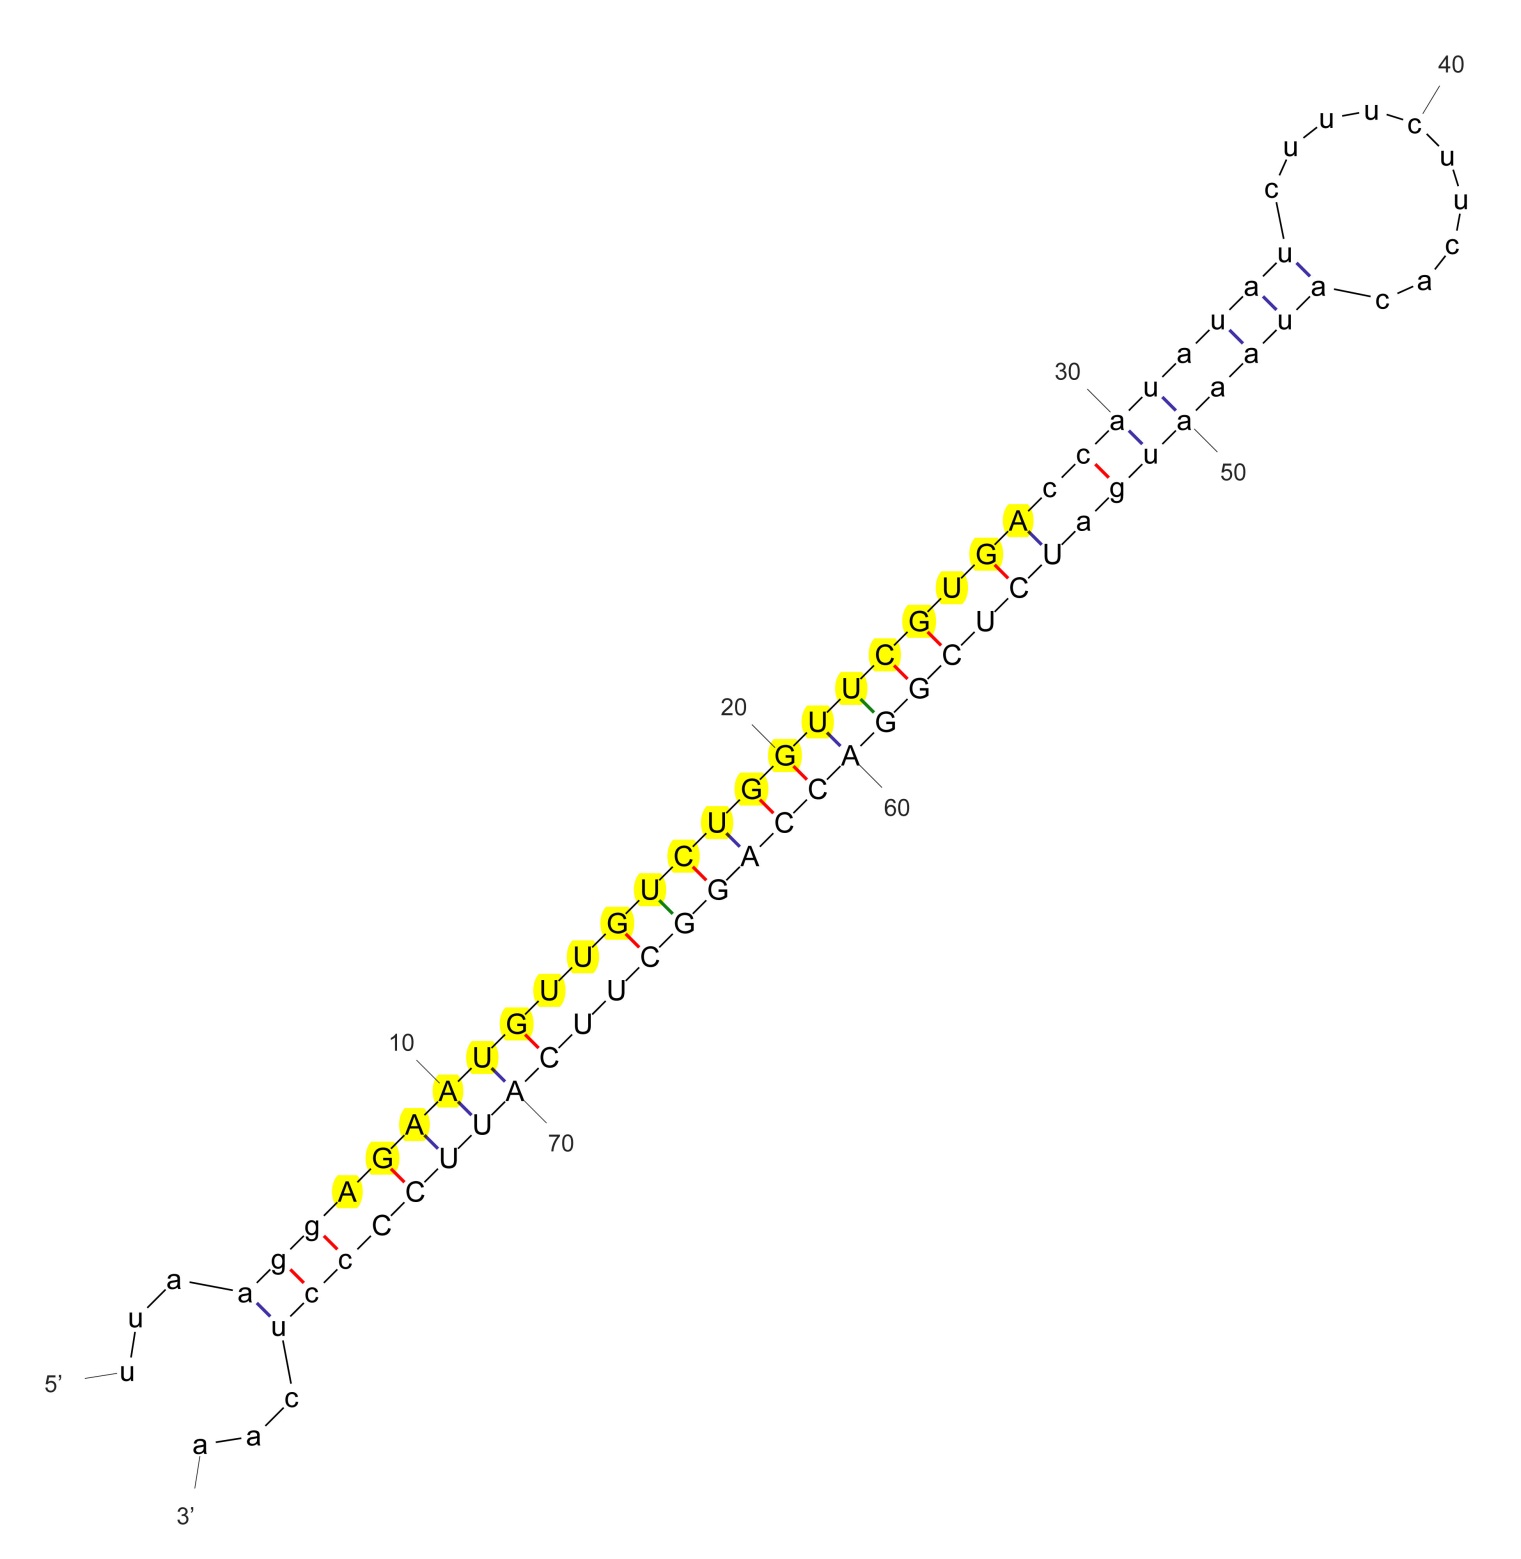

sha-miR166g-p5_nta

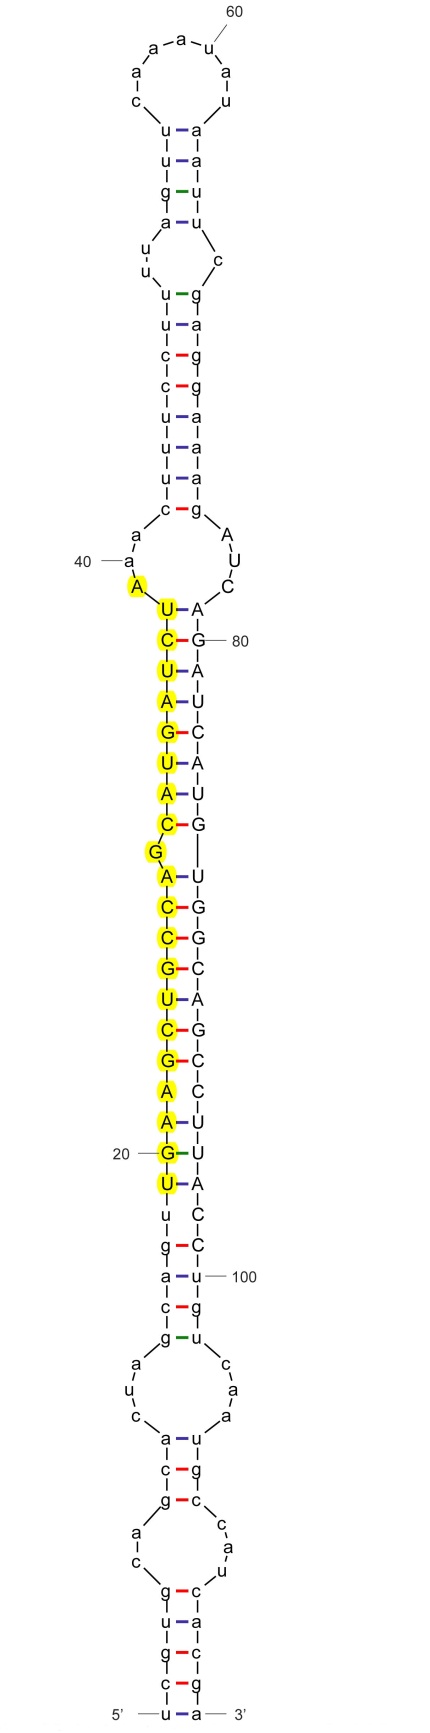

sha-miR167

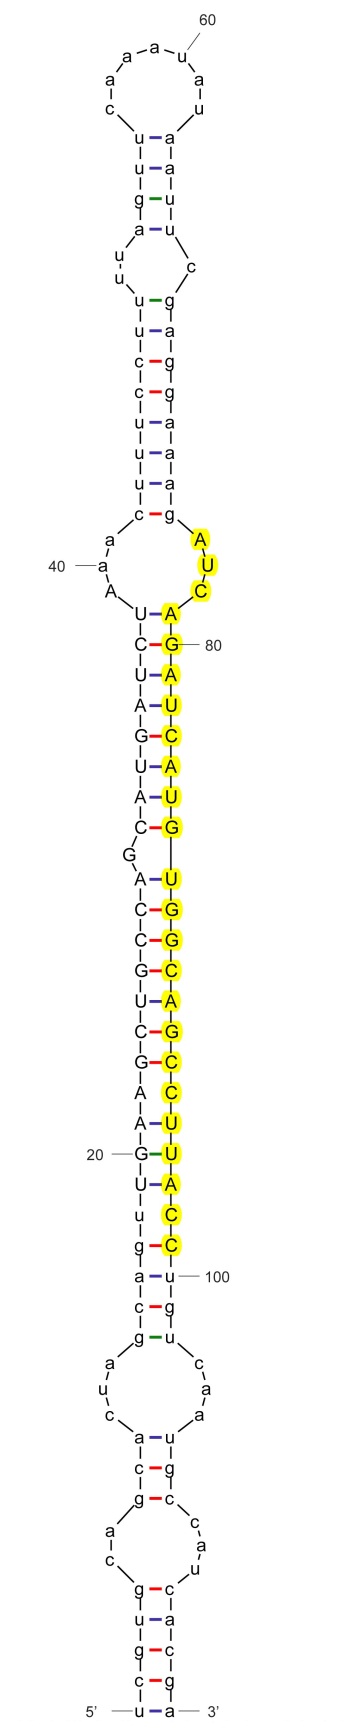

sha-miR167-p3

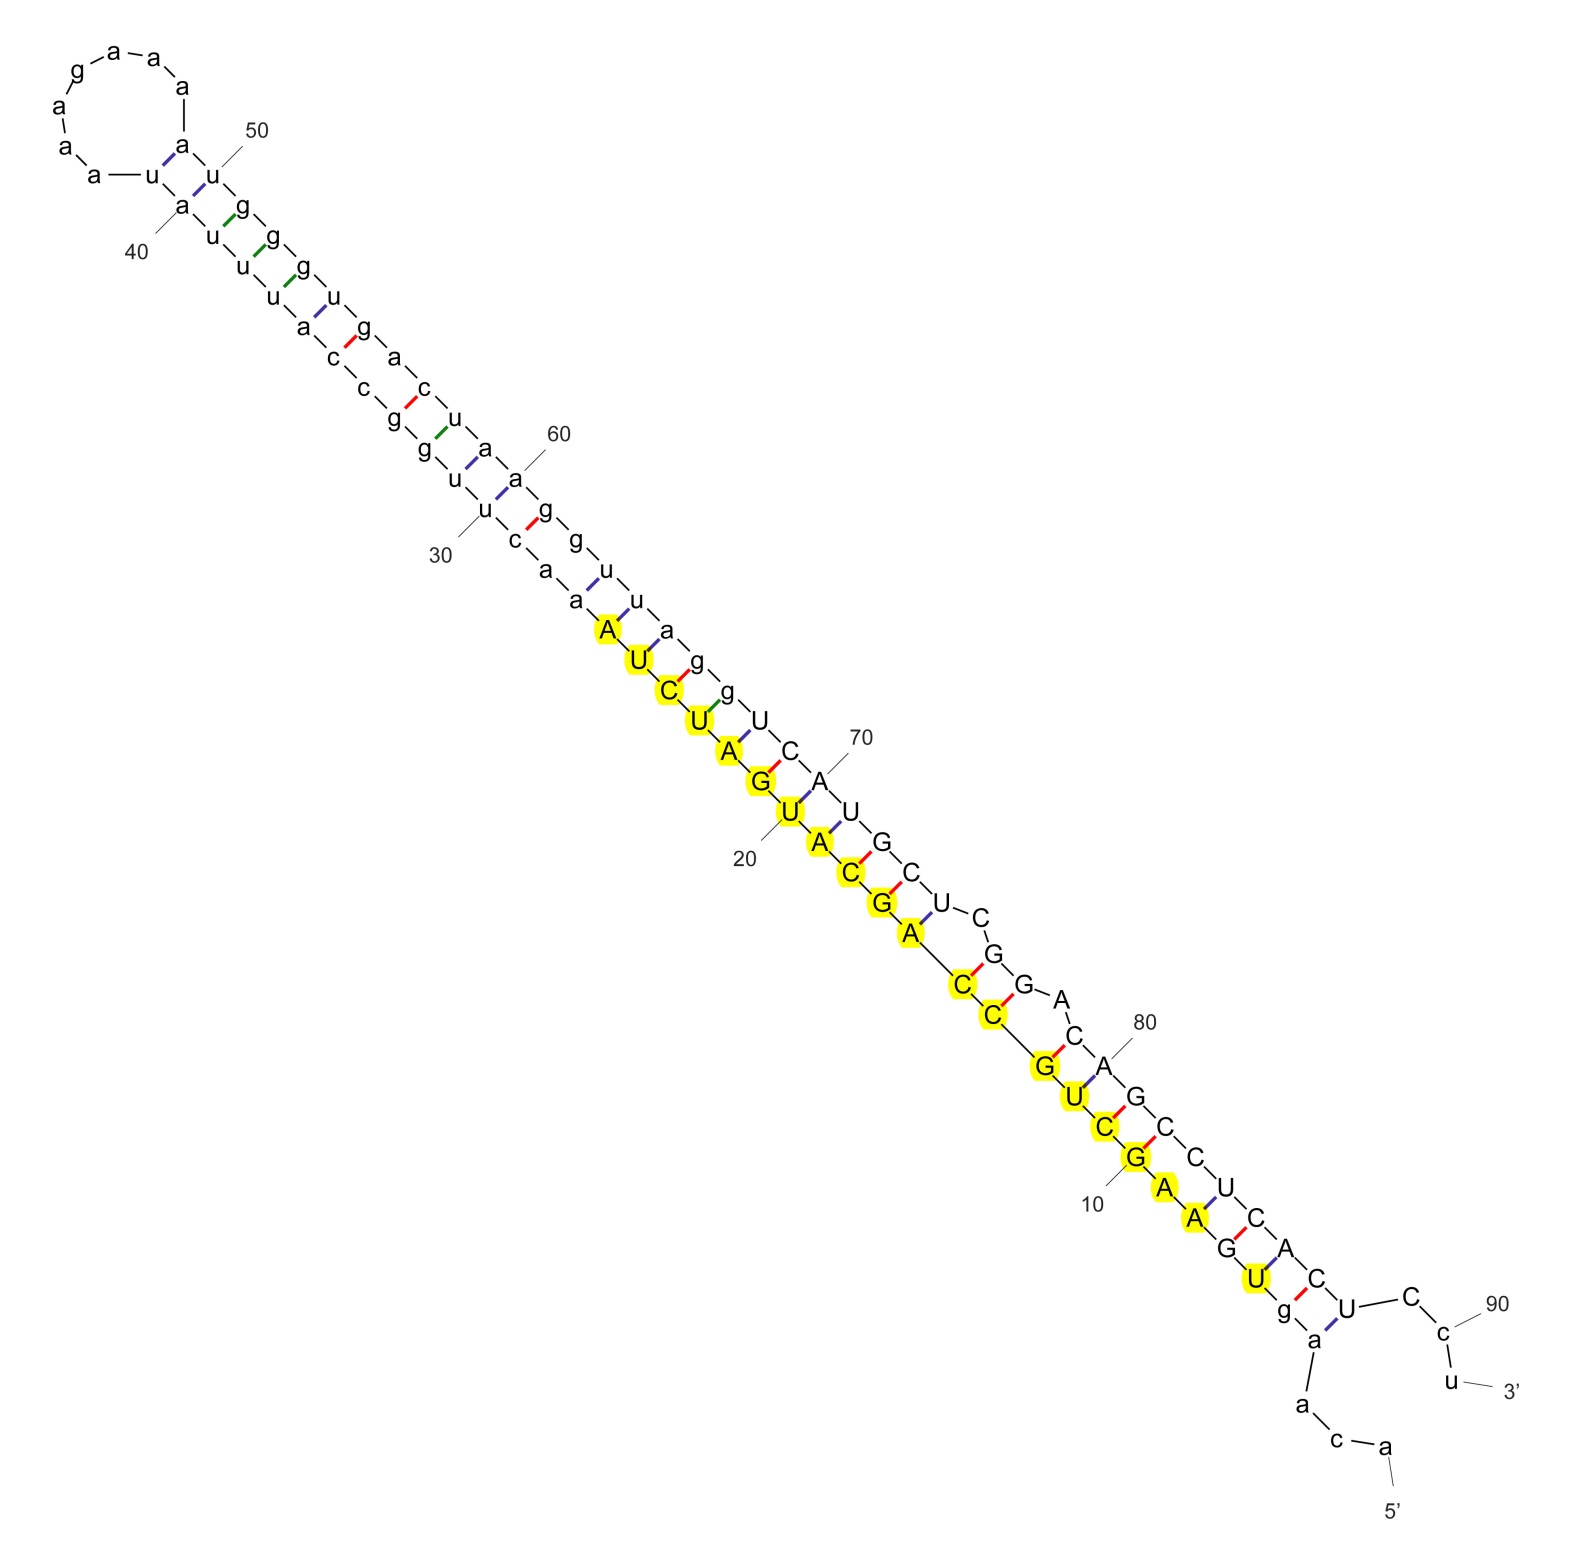

sha-miR167b_nta

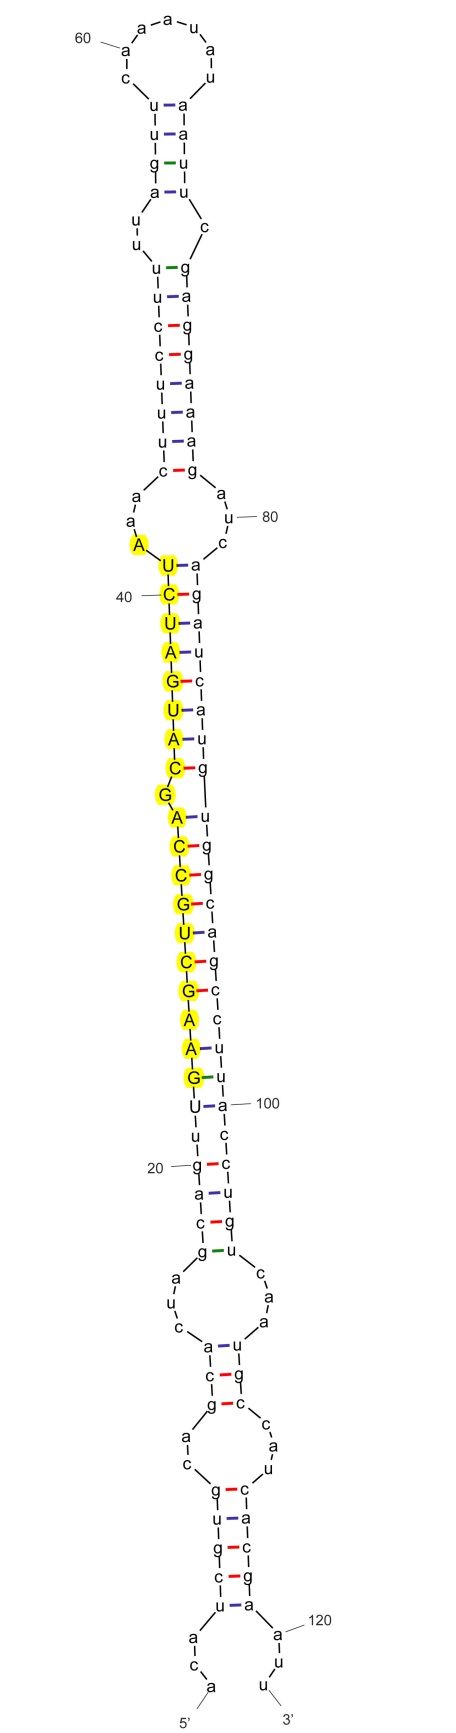

sha-miR167b_nta

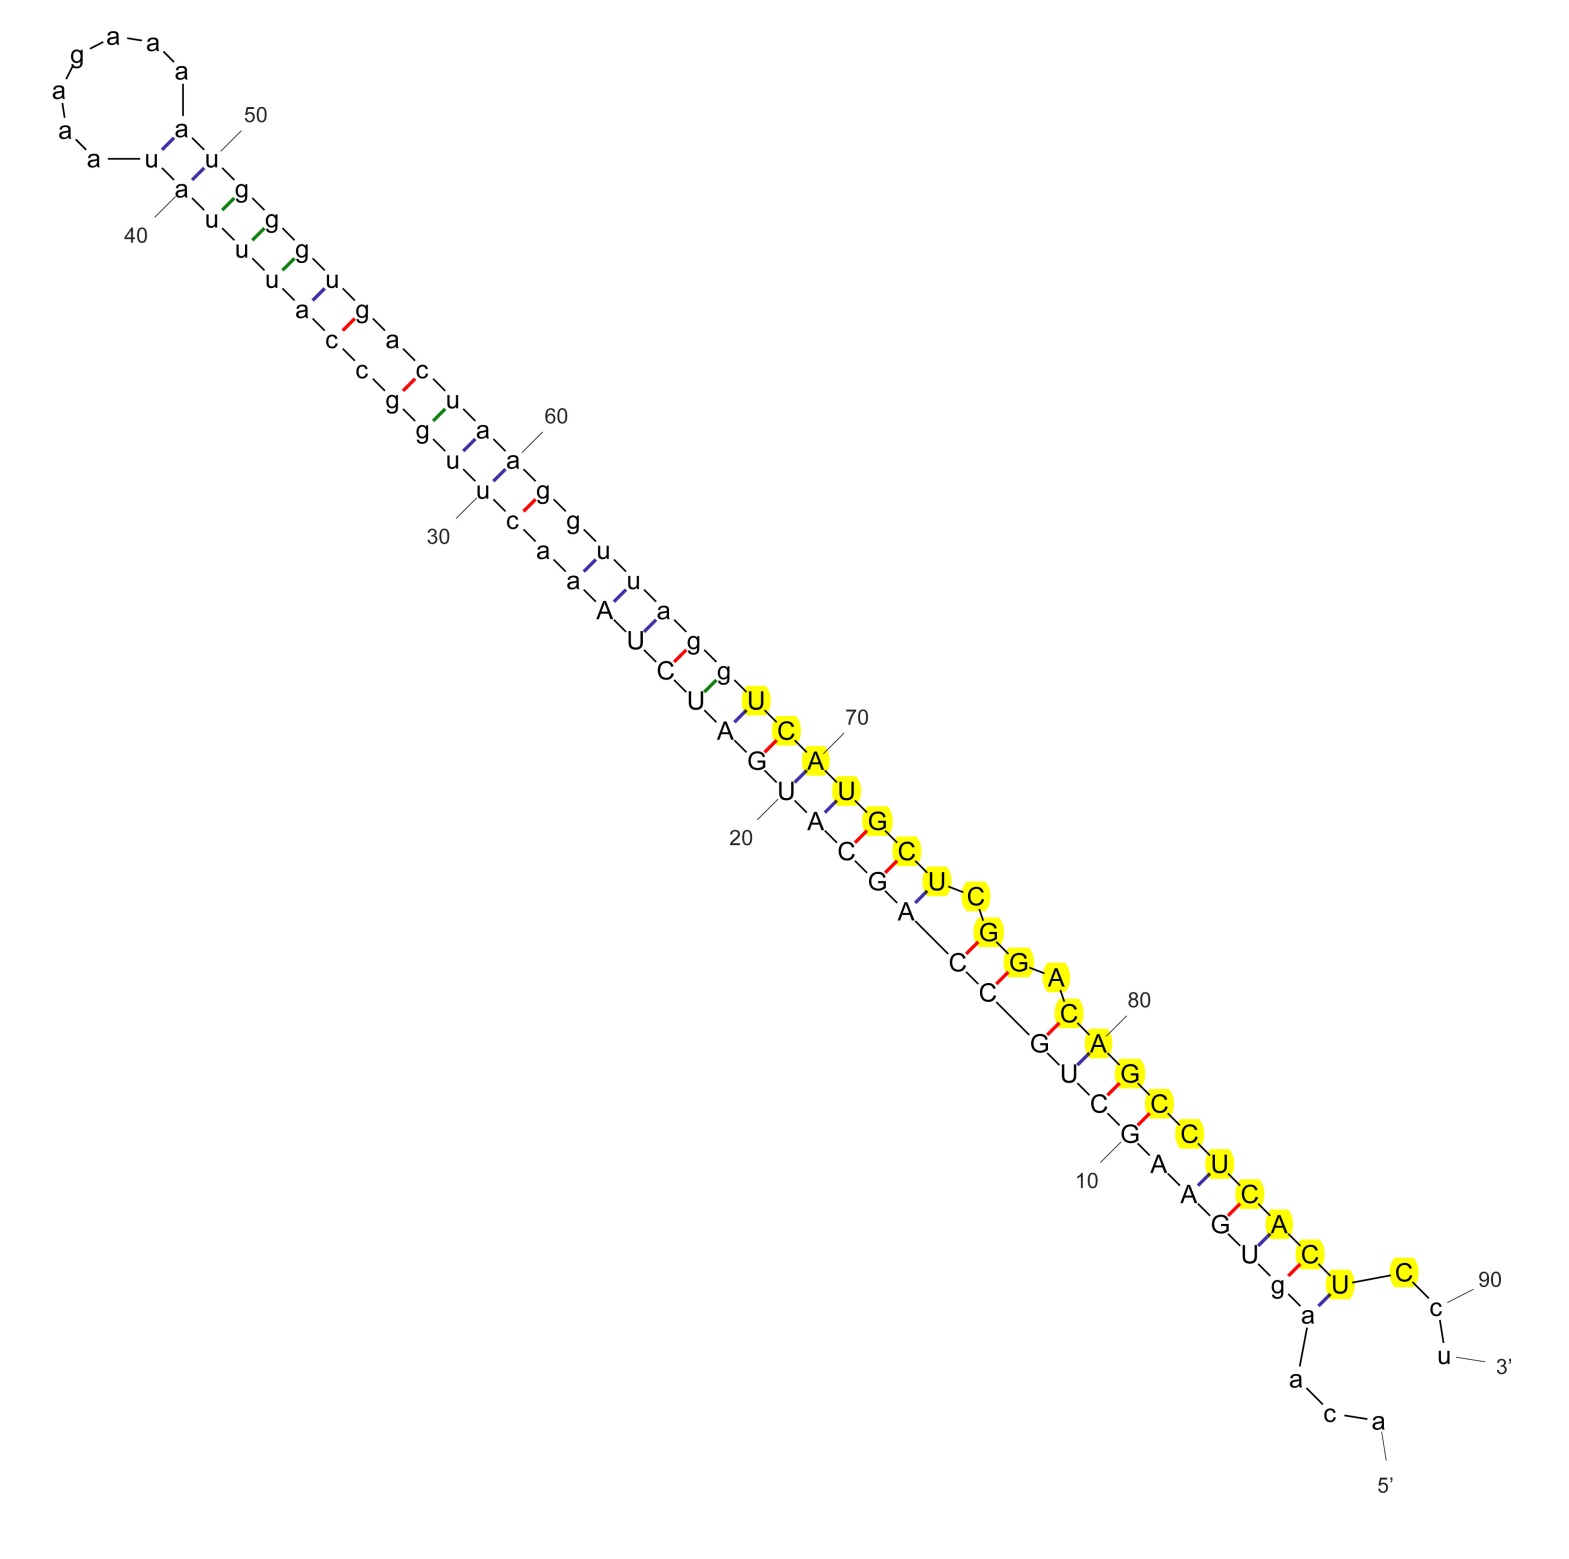

sha-miR167b-3p_aly

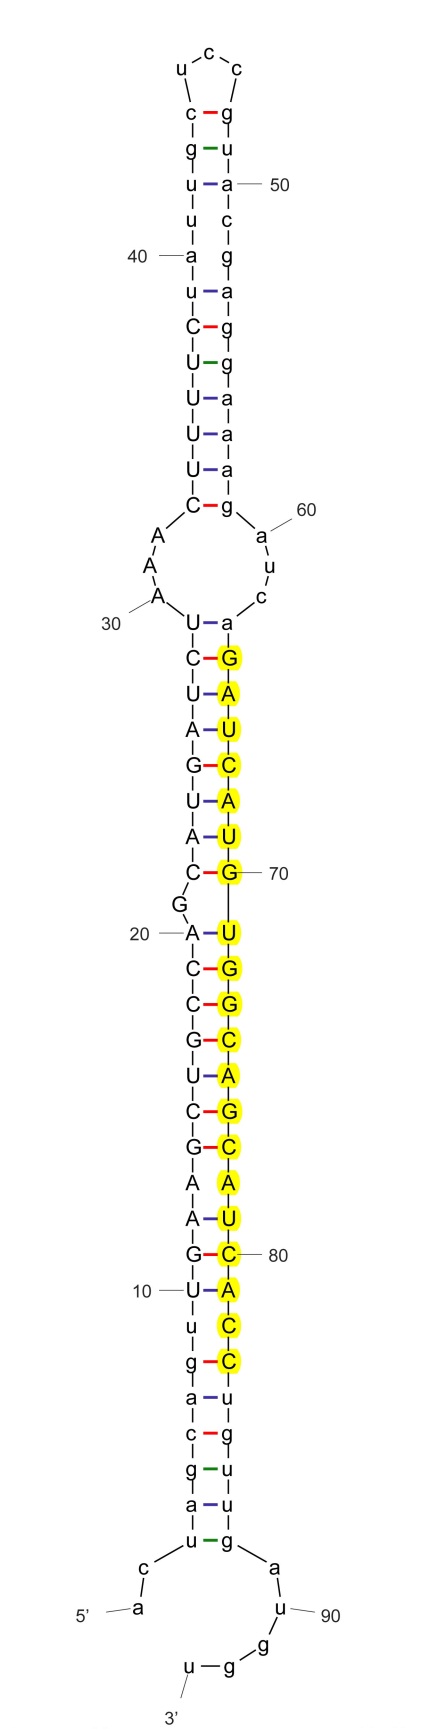

sha-miR167b-3p_stu

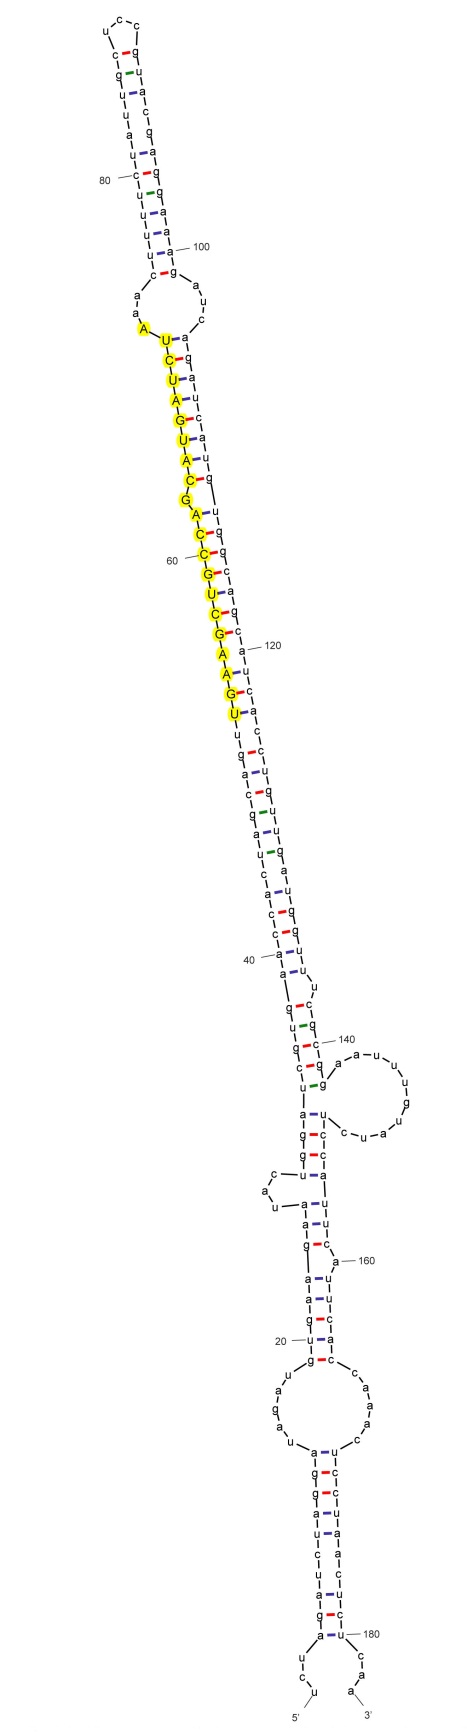

sha-miR167c_vvi

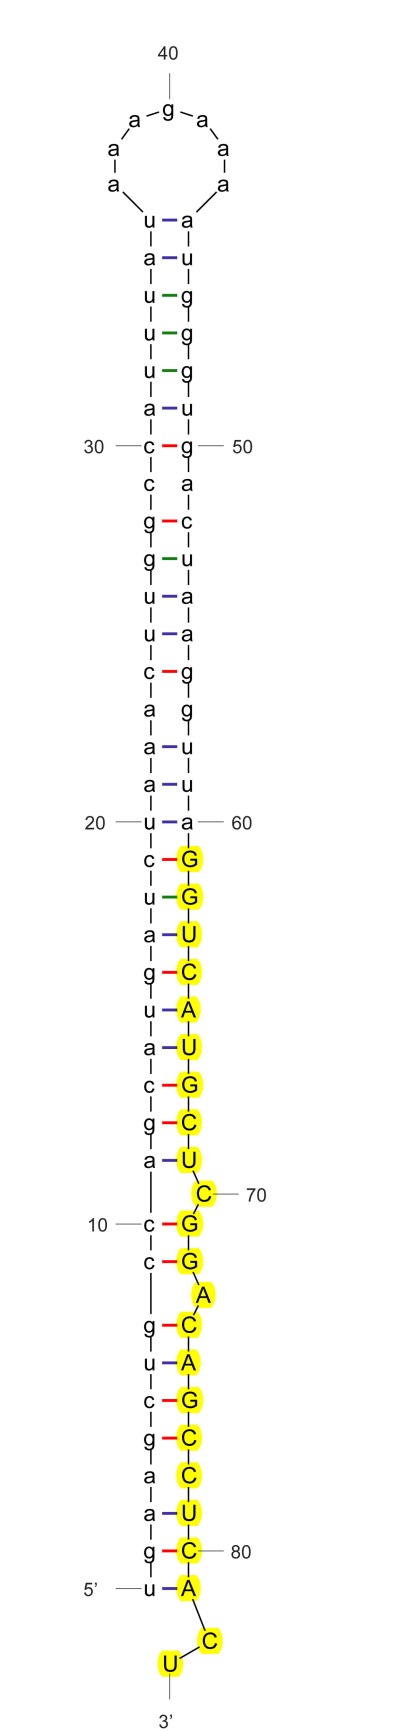

sha-miR167c-3p_stu

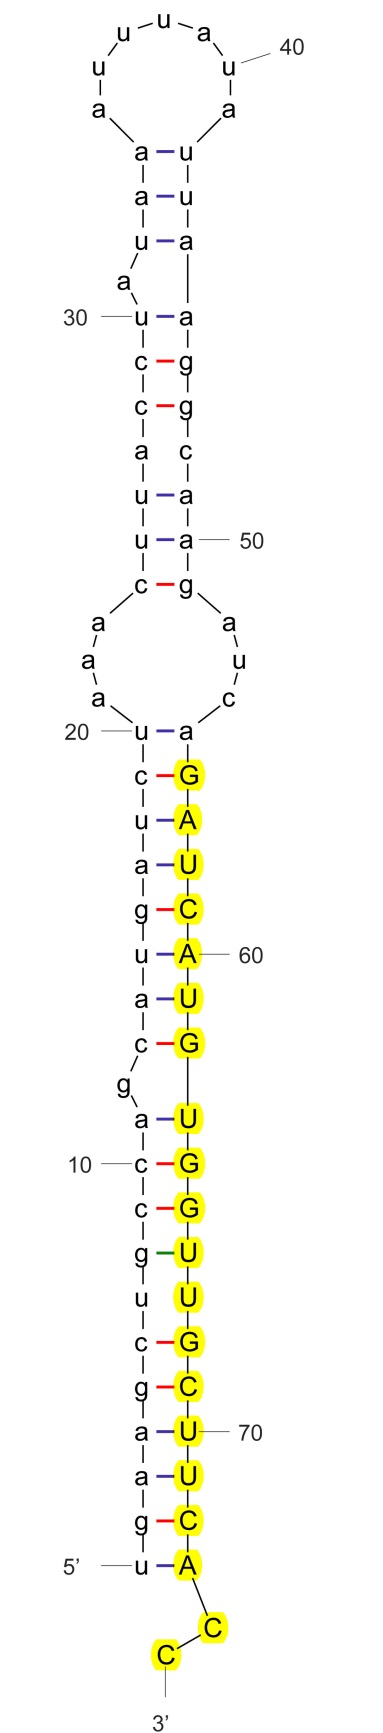

sha-miR167d-3p_stu

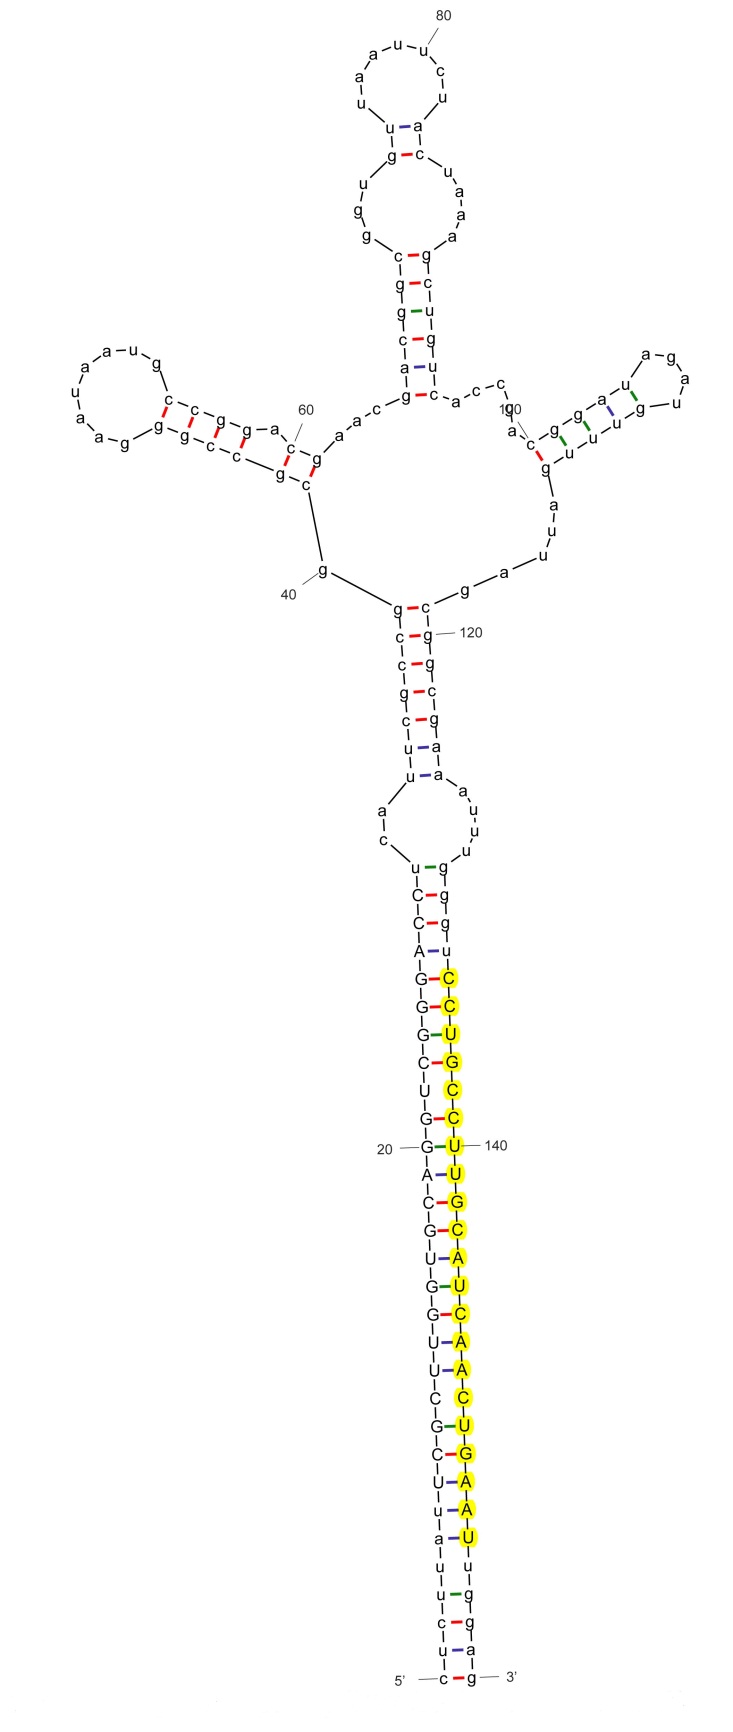

sha-miR168a-3p

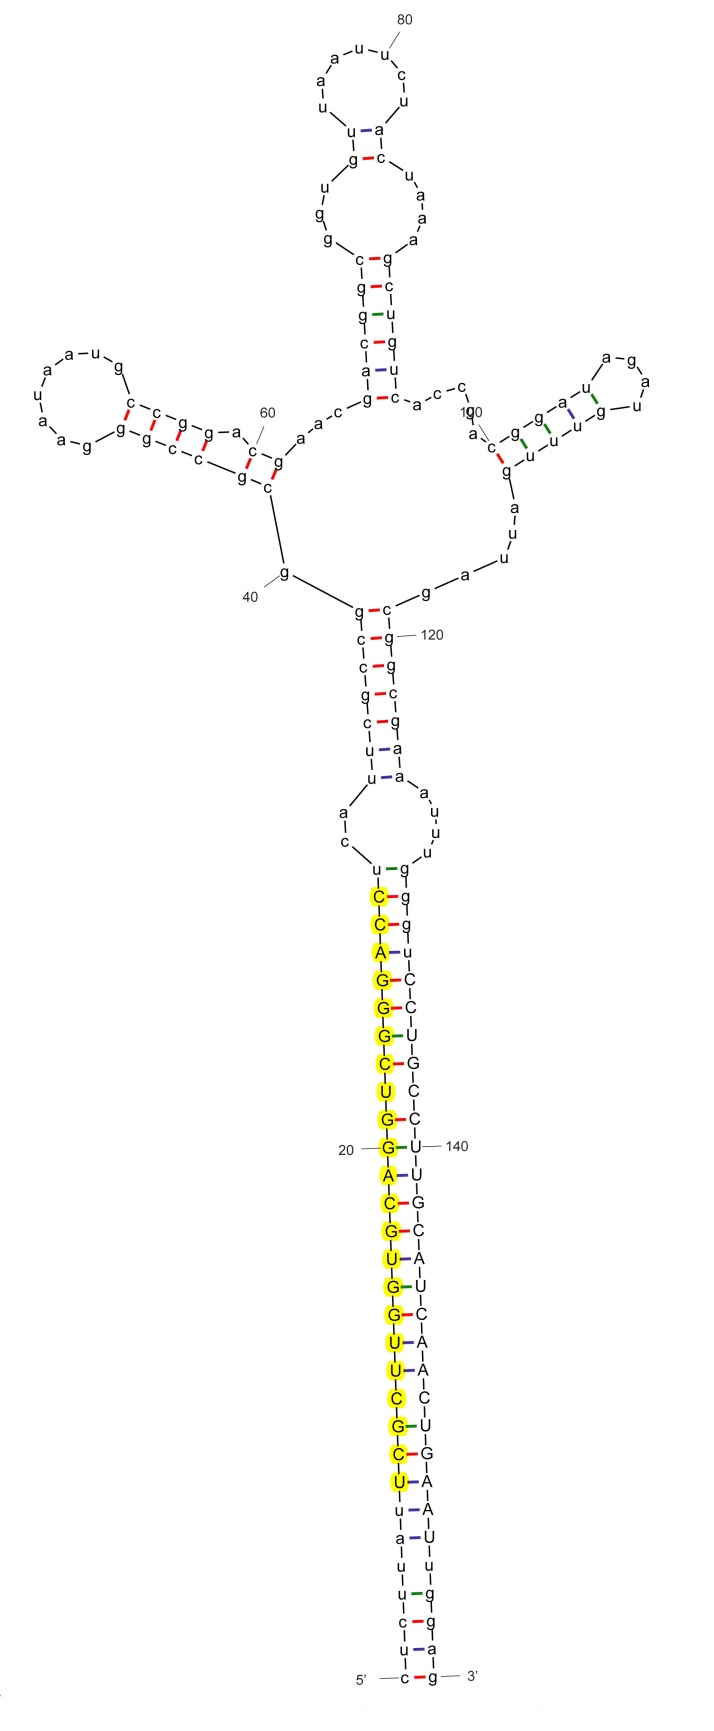

sha-miR168a-5p

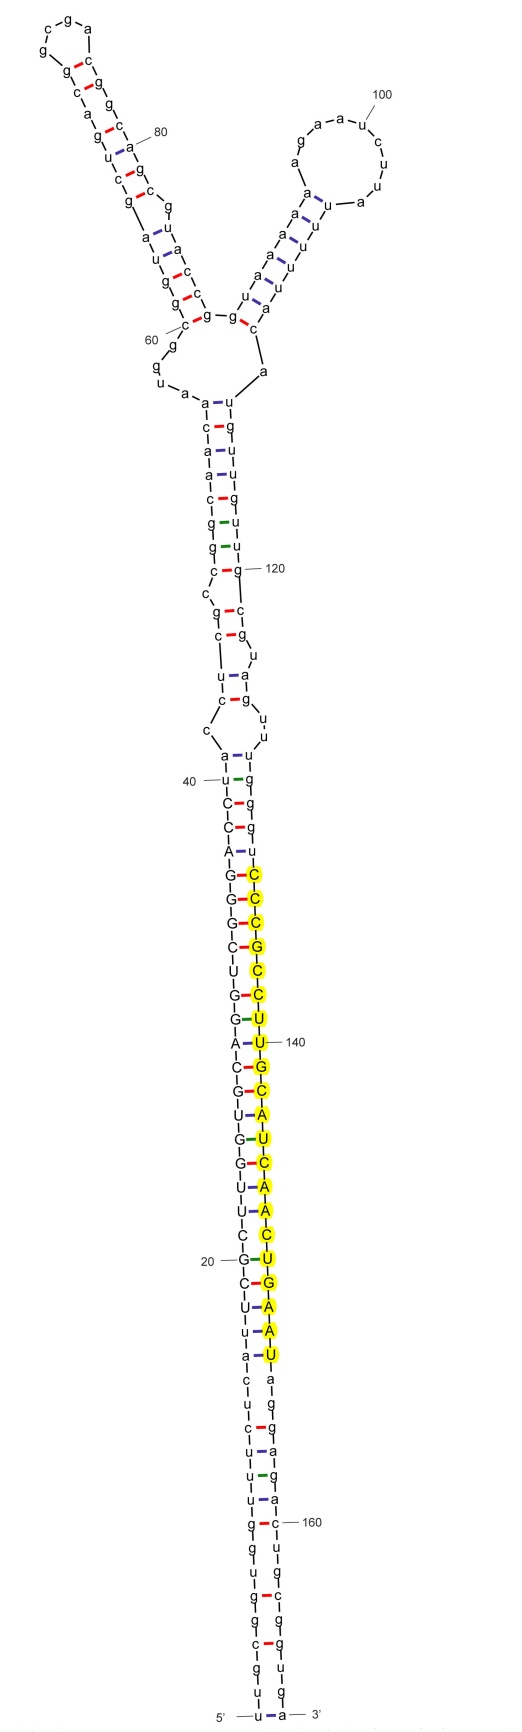

sha-miR168b-3p

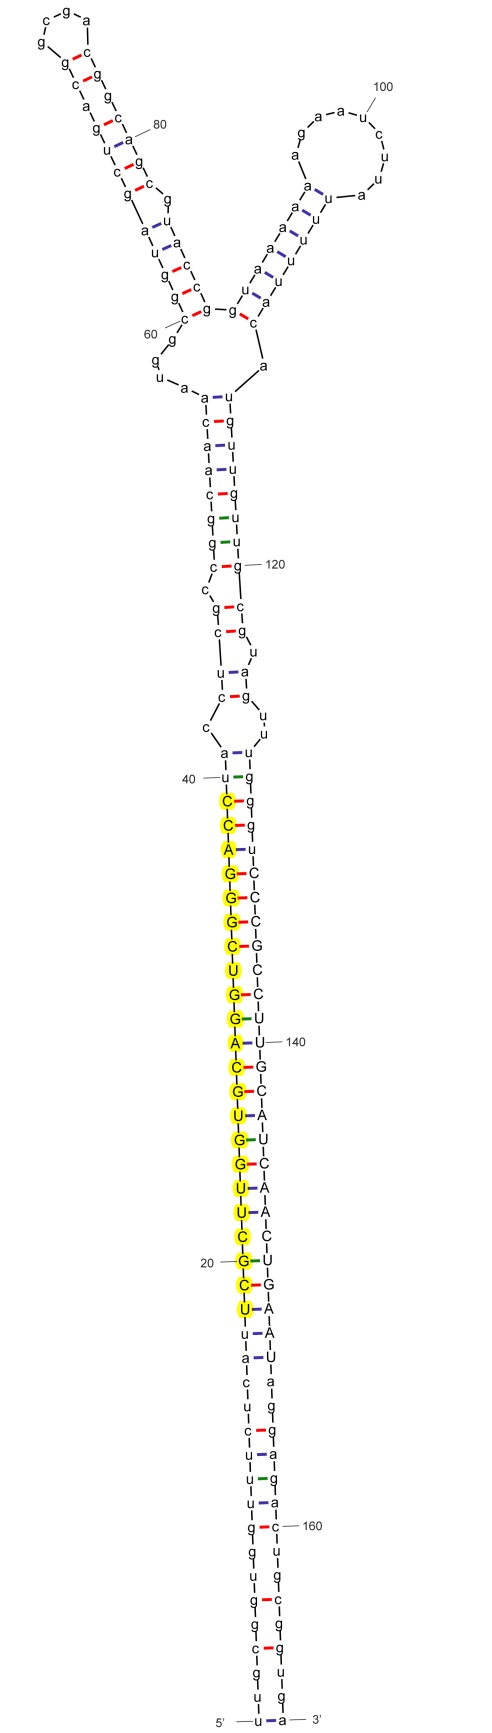

sha-miR168b-5p

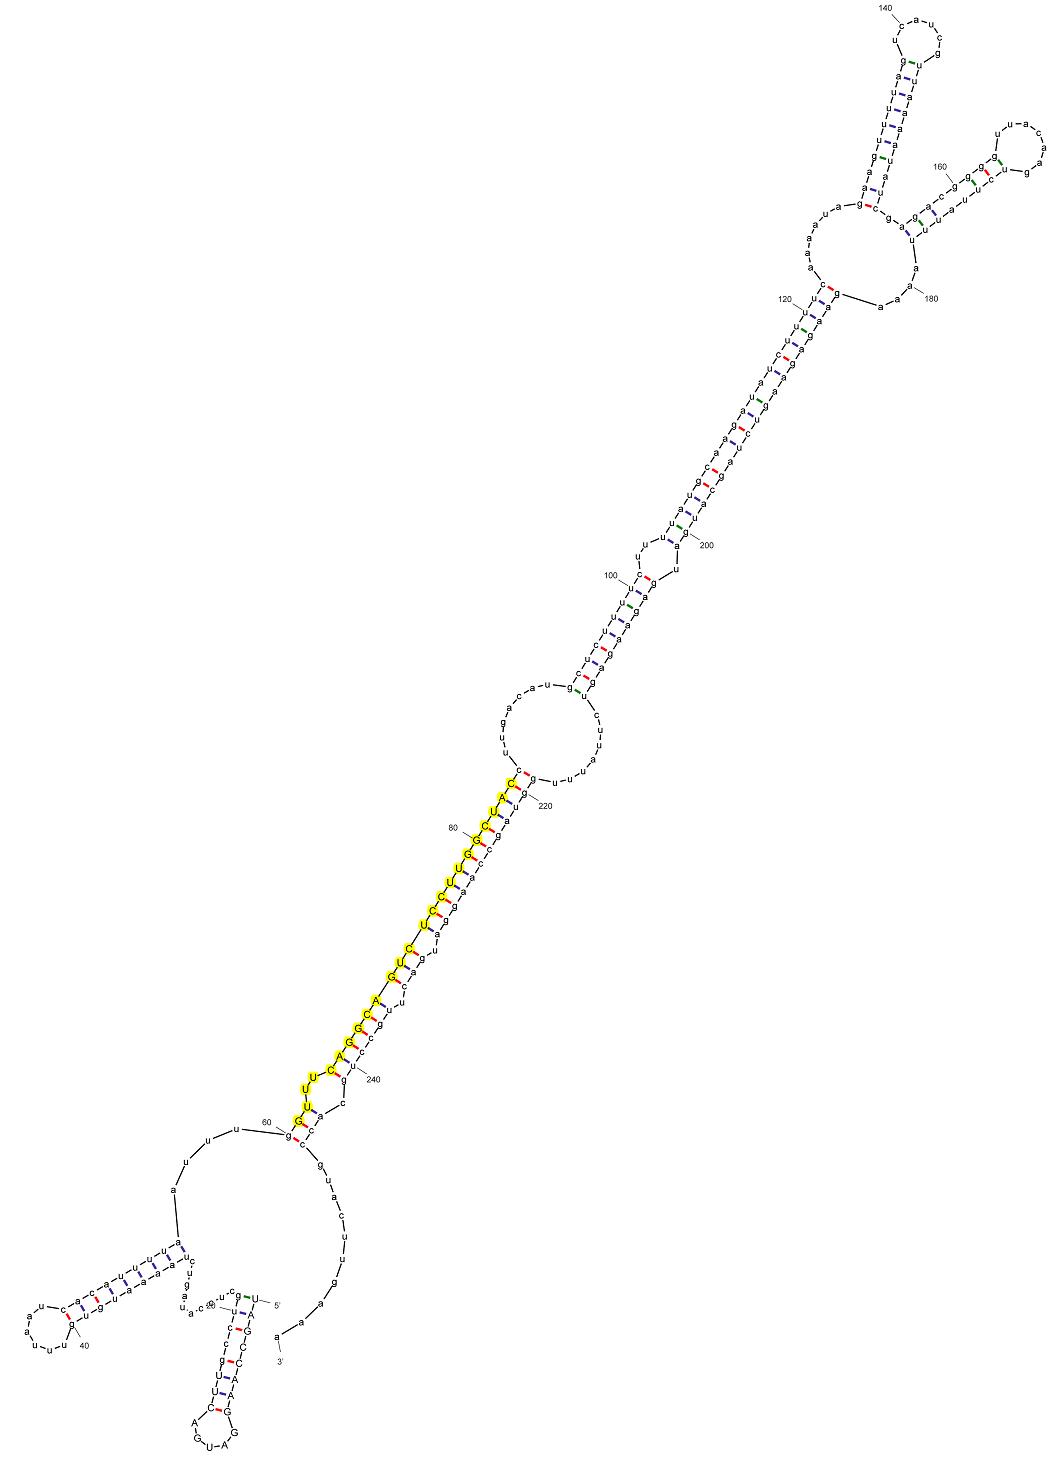

sha-miR169c-3p_stu

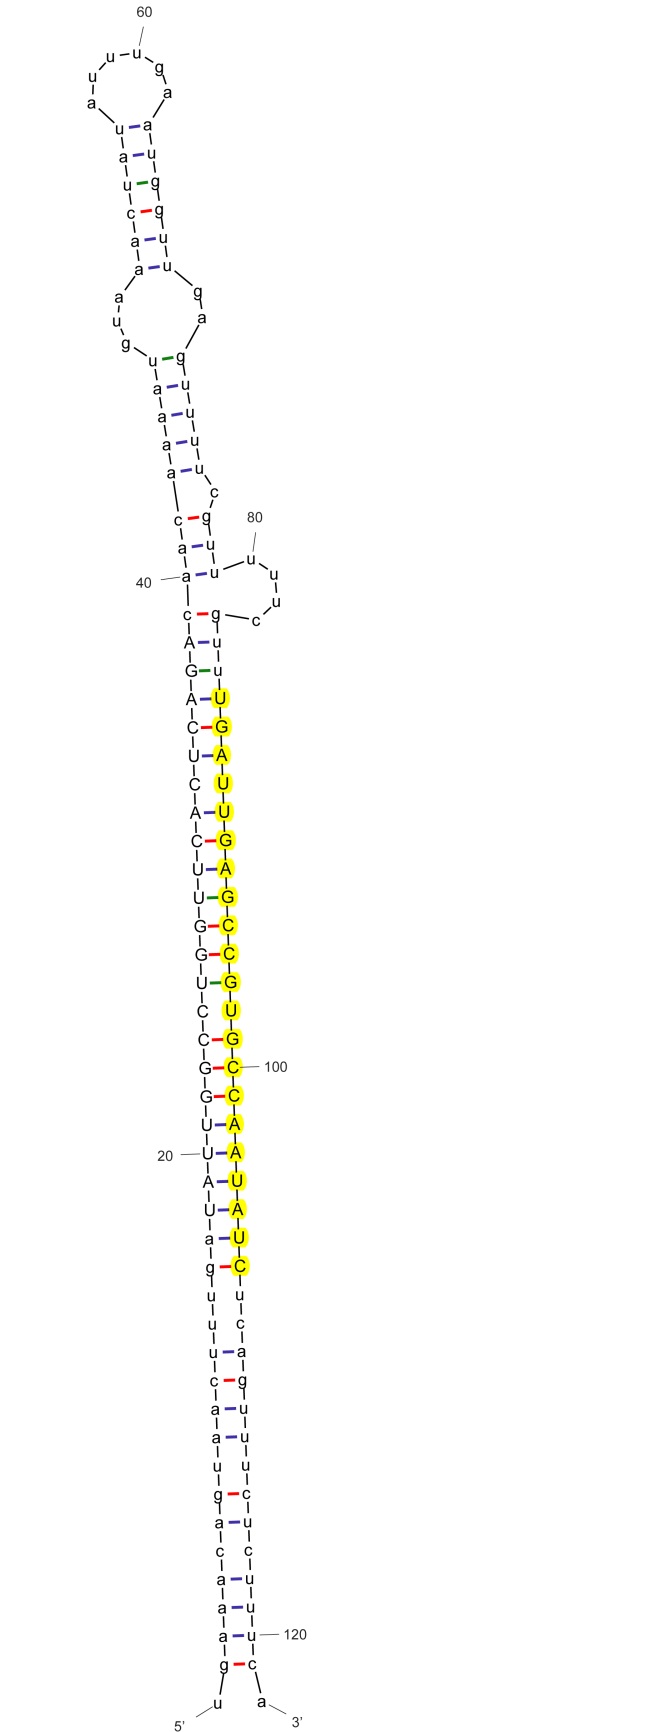

sha-miR171a

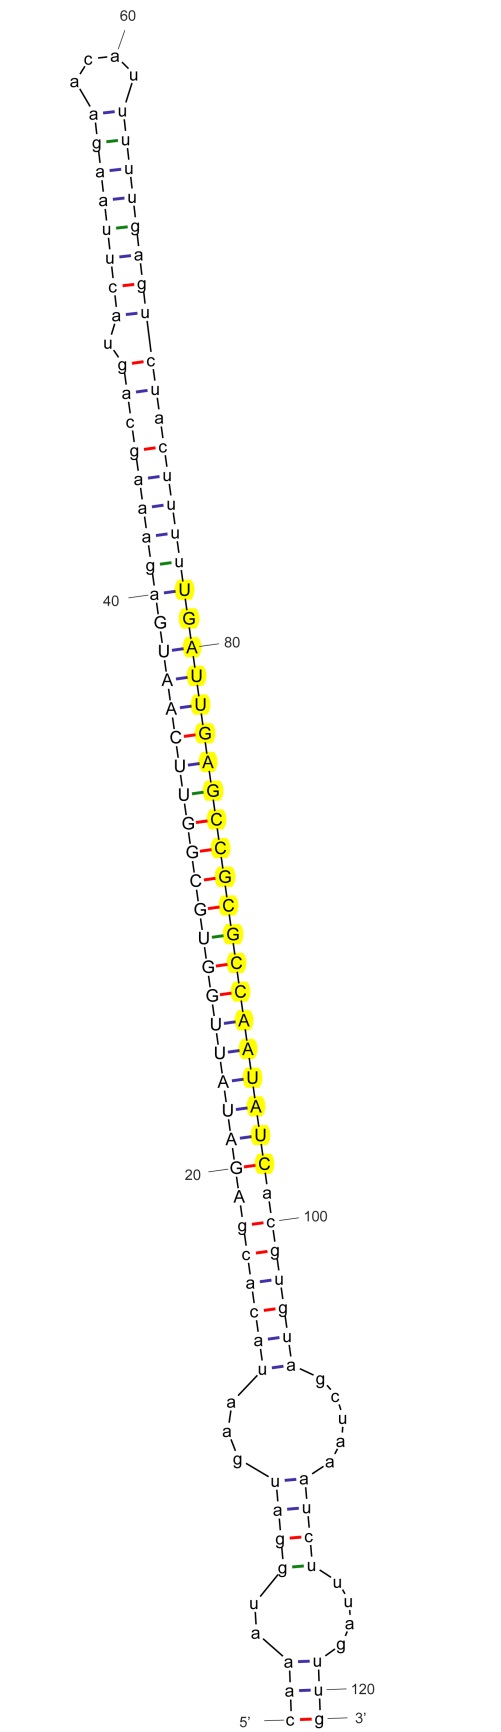

sha-miR171a_nta

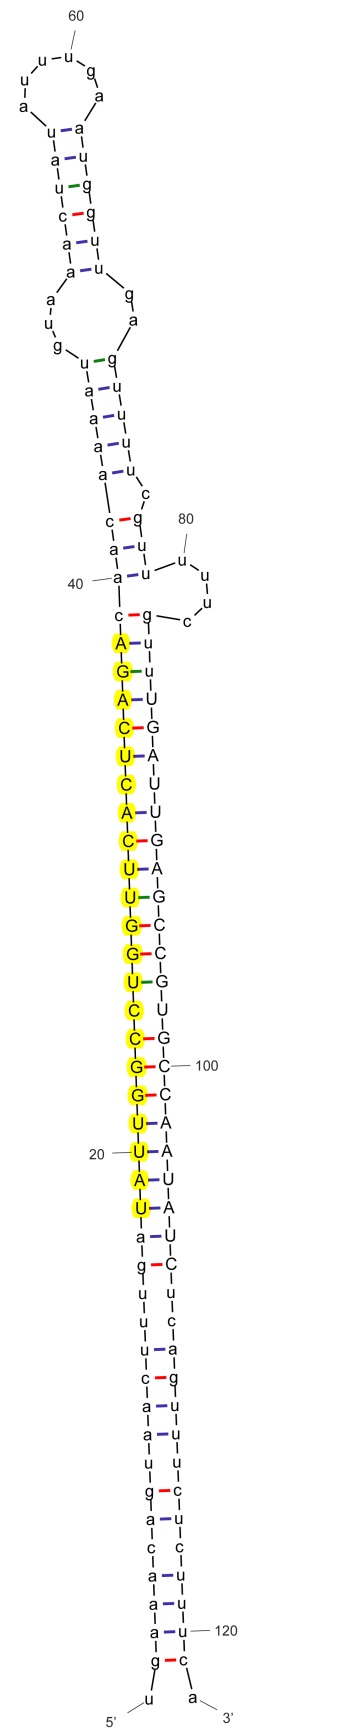

sha-miR171a-5p_stu

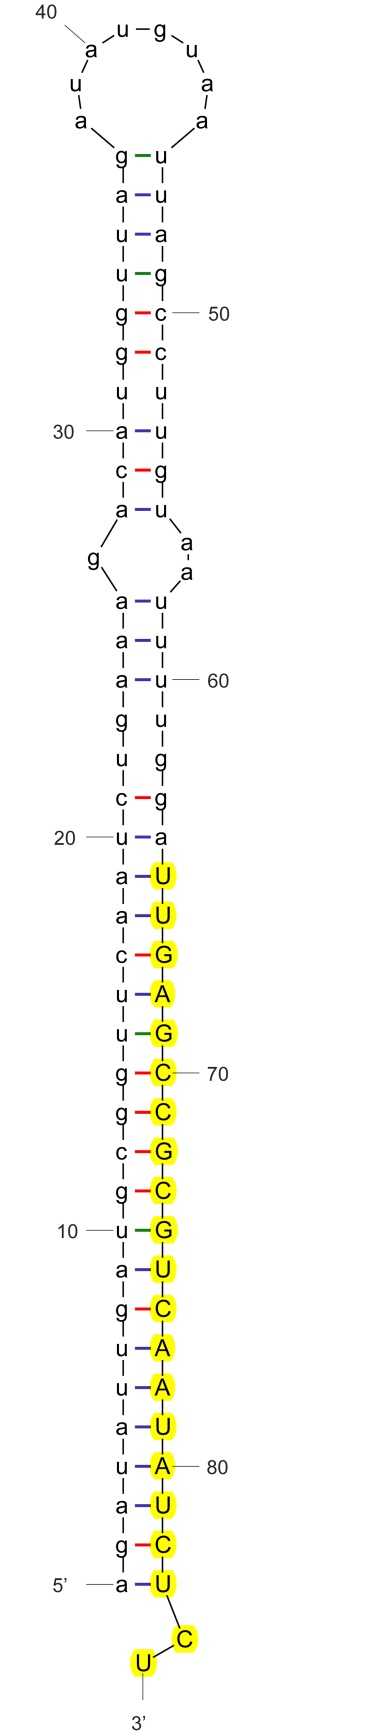

sha-miR171b-3p_stu

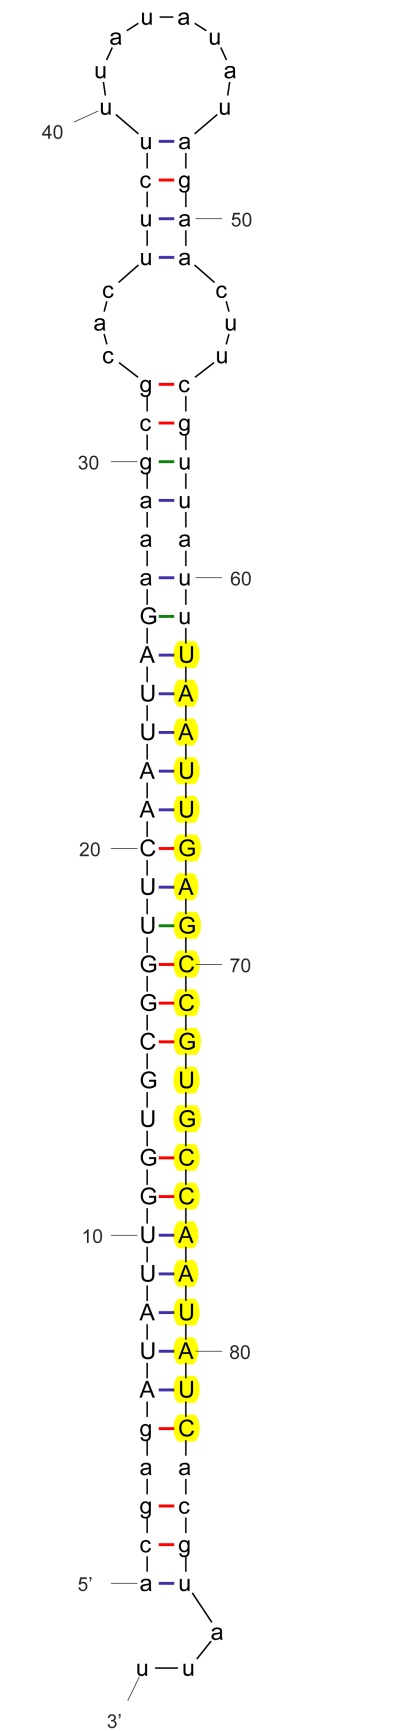

sha-miR171b-p3_mes

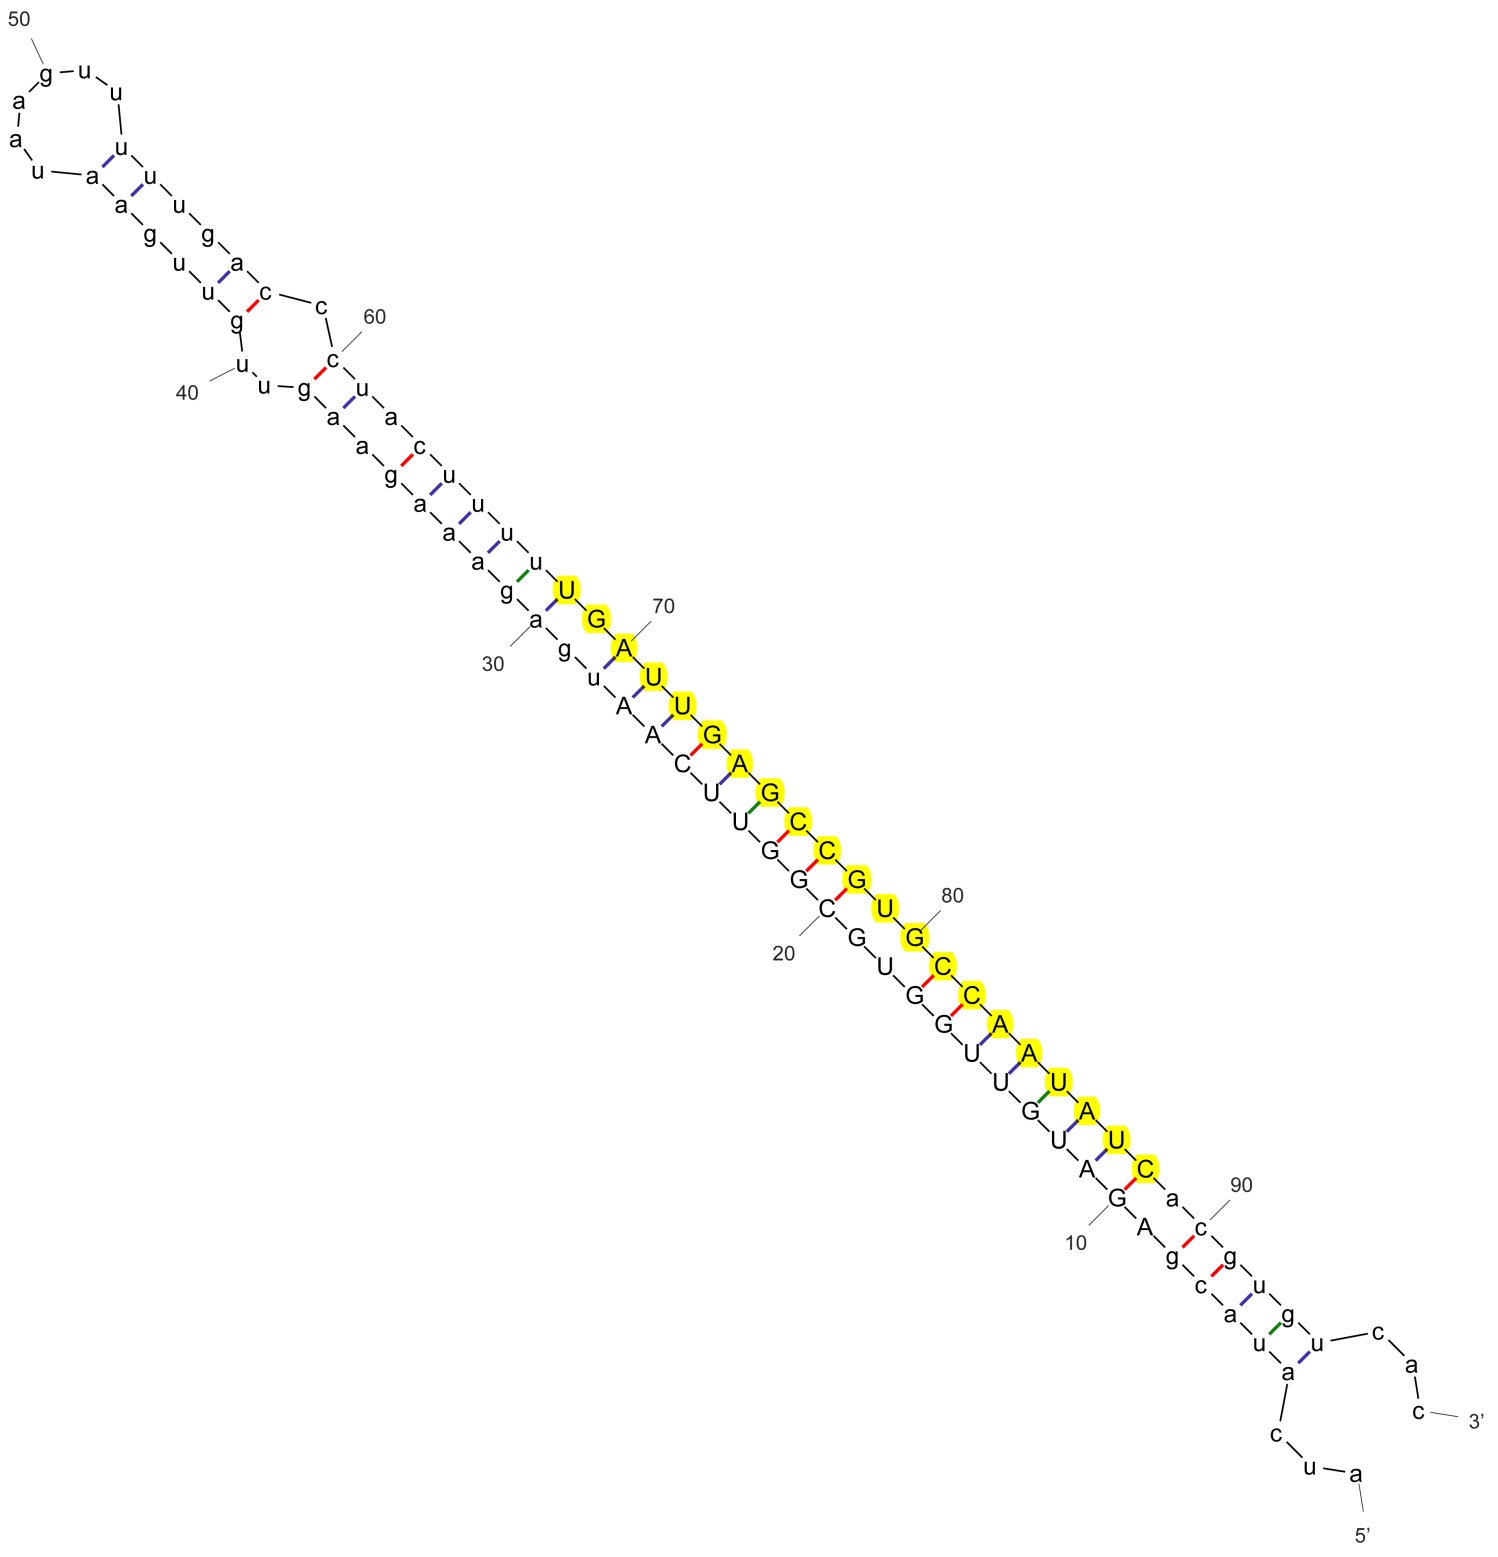

sha-miR171c_mtr

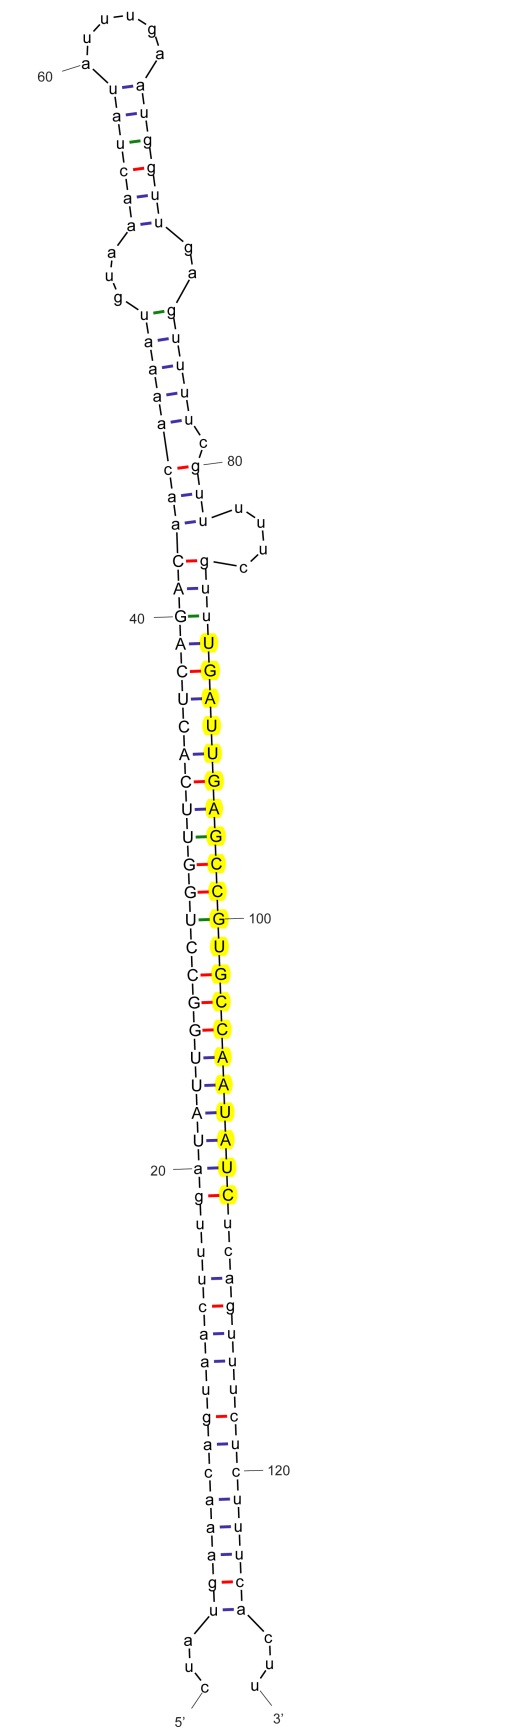

sha-miR171c-3p_stu

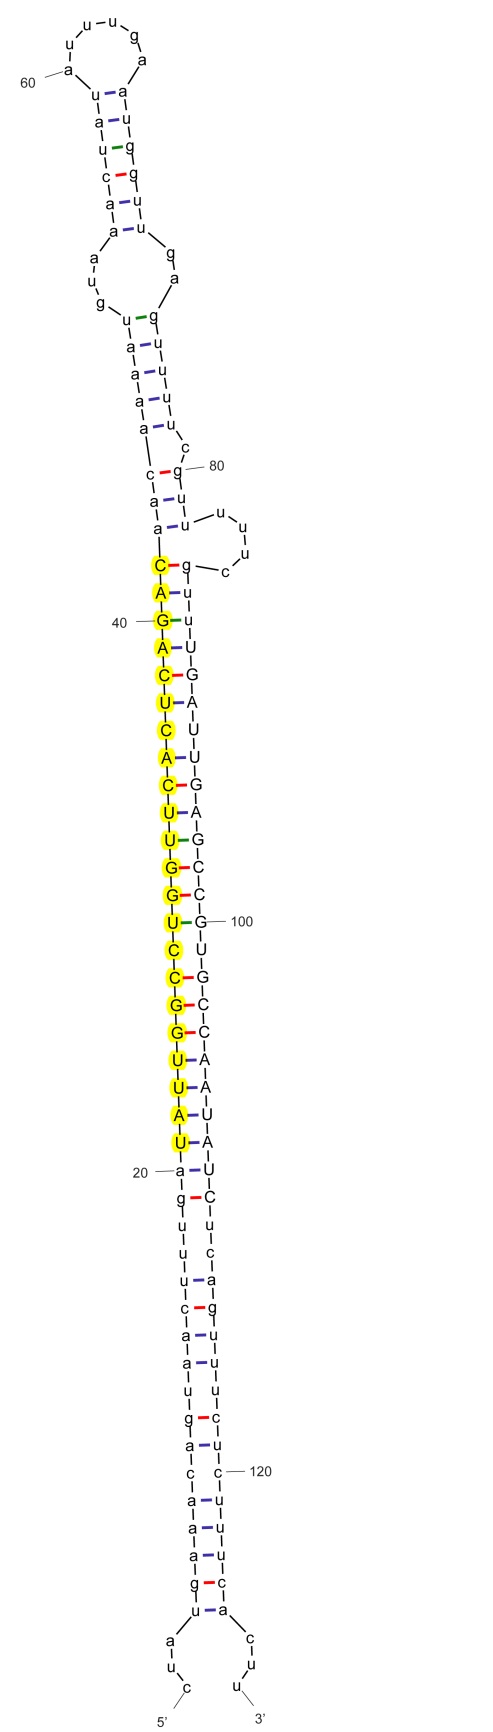

sha-miR171c-5p_stu

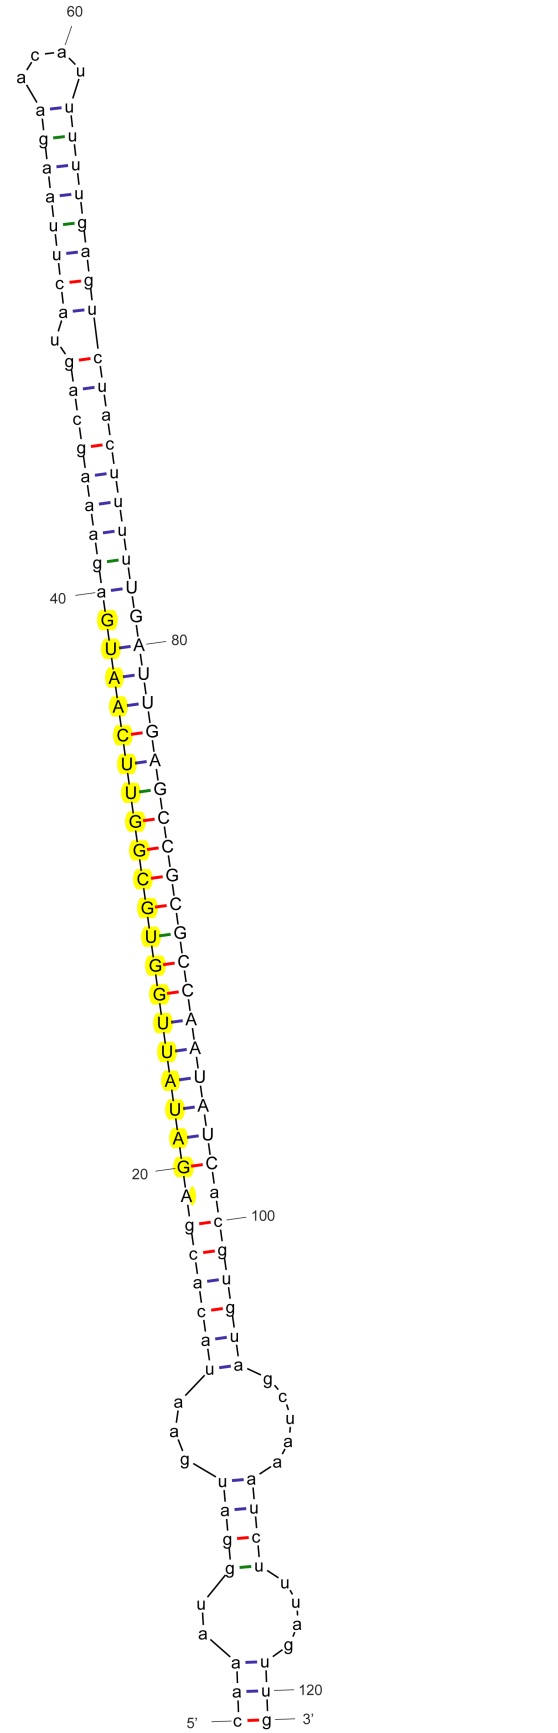

sha-miR171c-p5

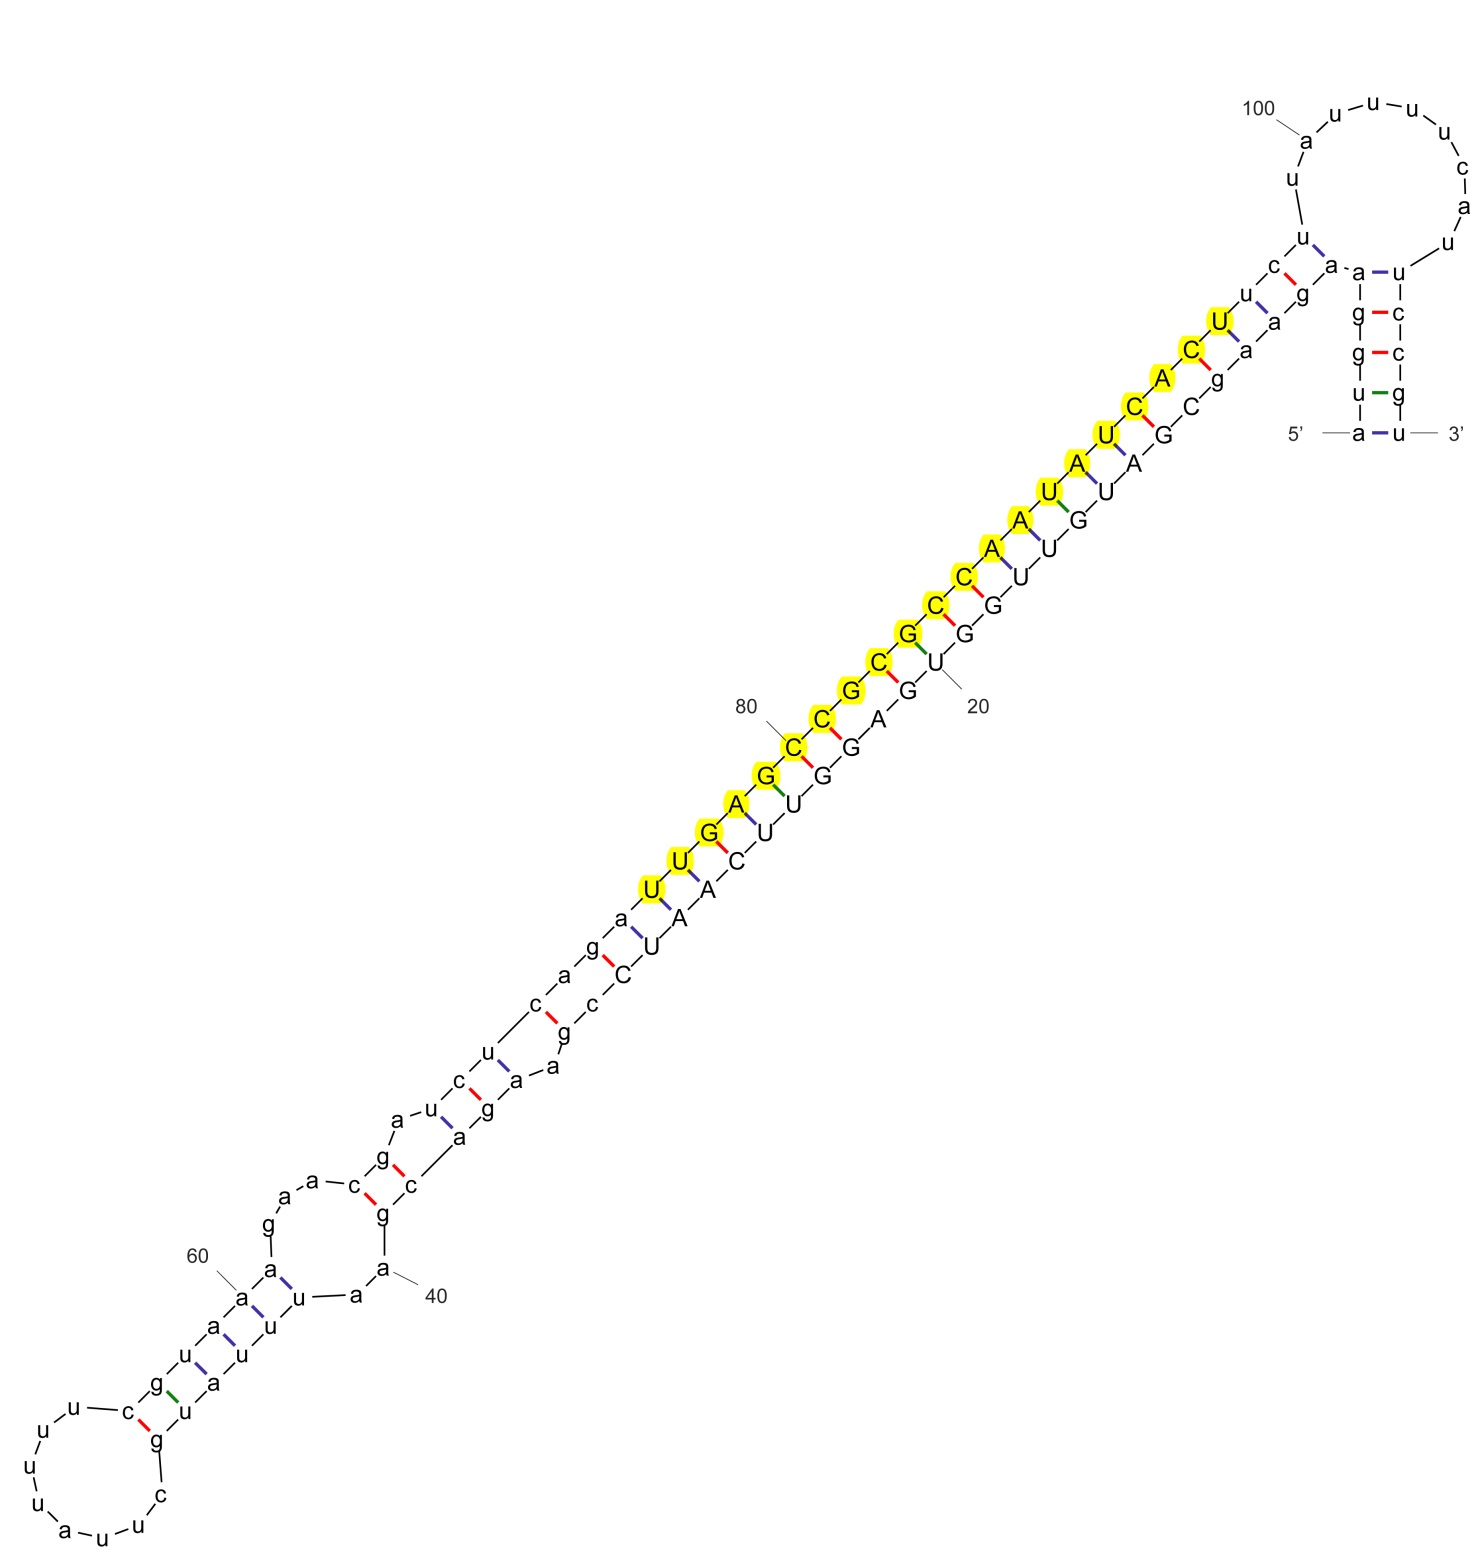

sha-miR171d

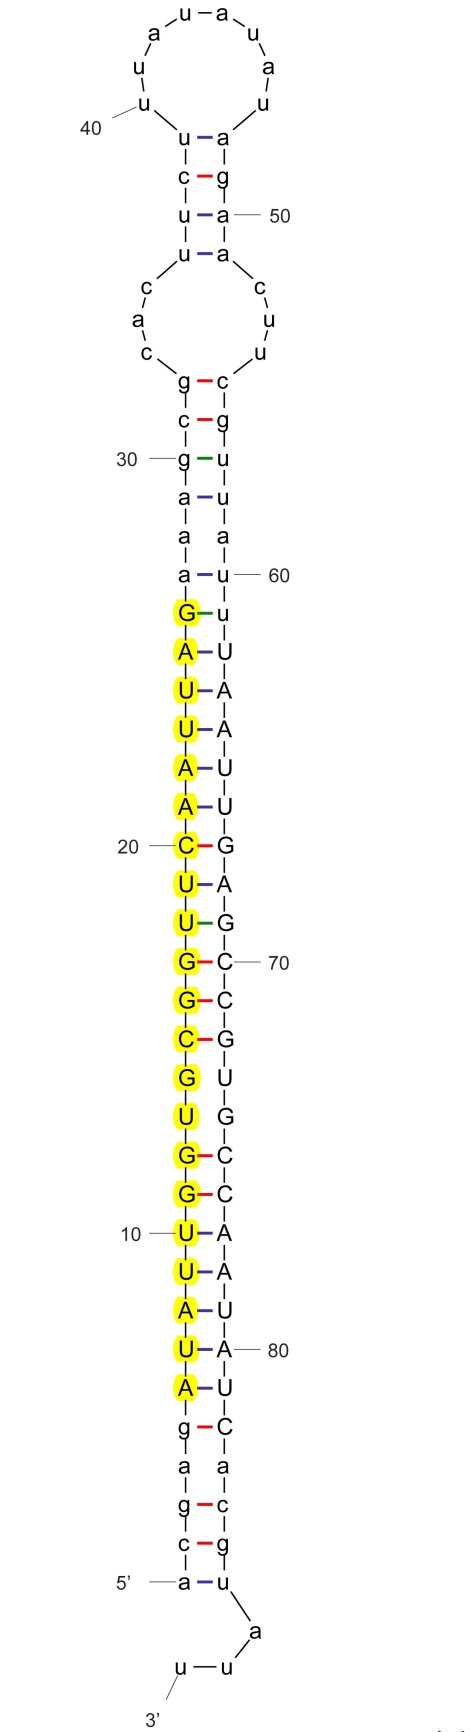

sha-miR171d-5p_stu

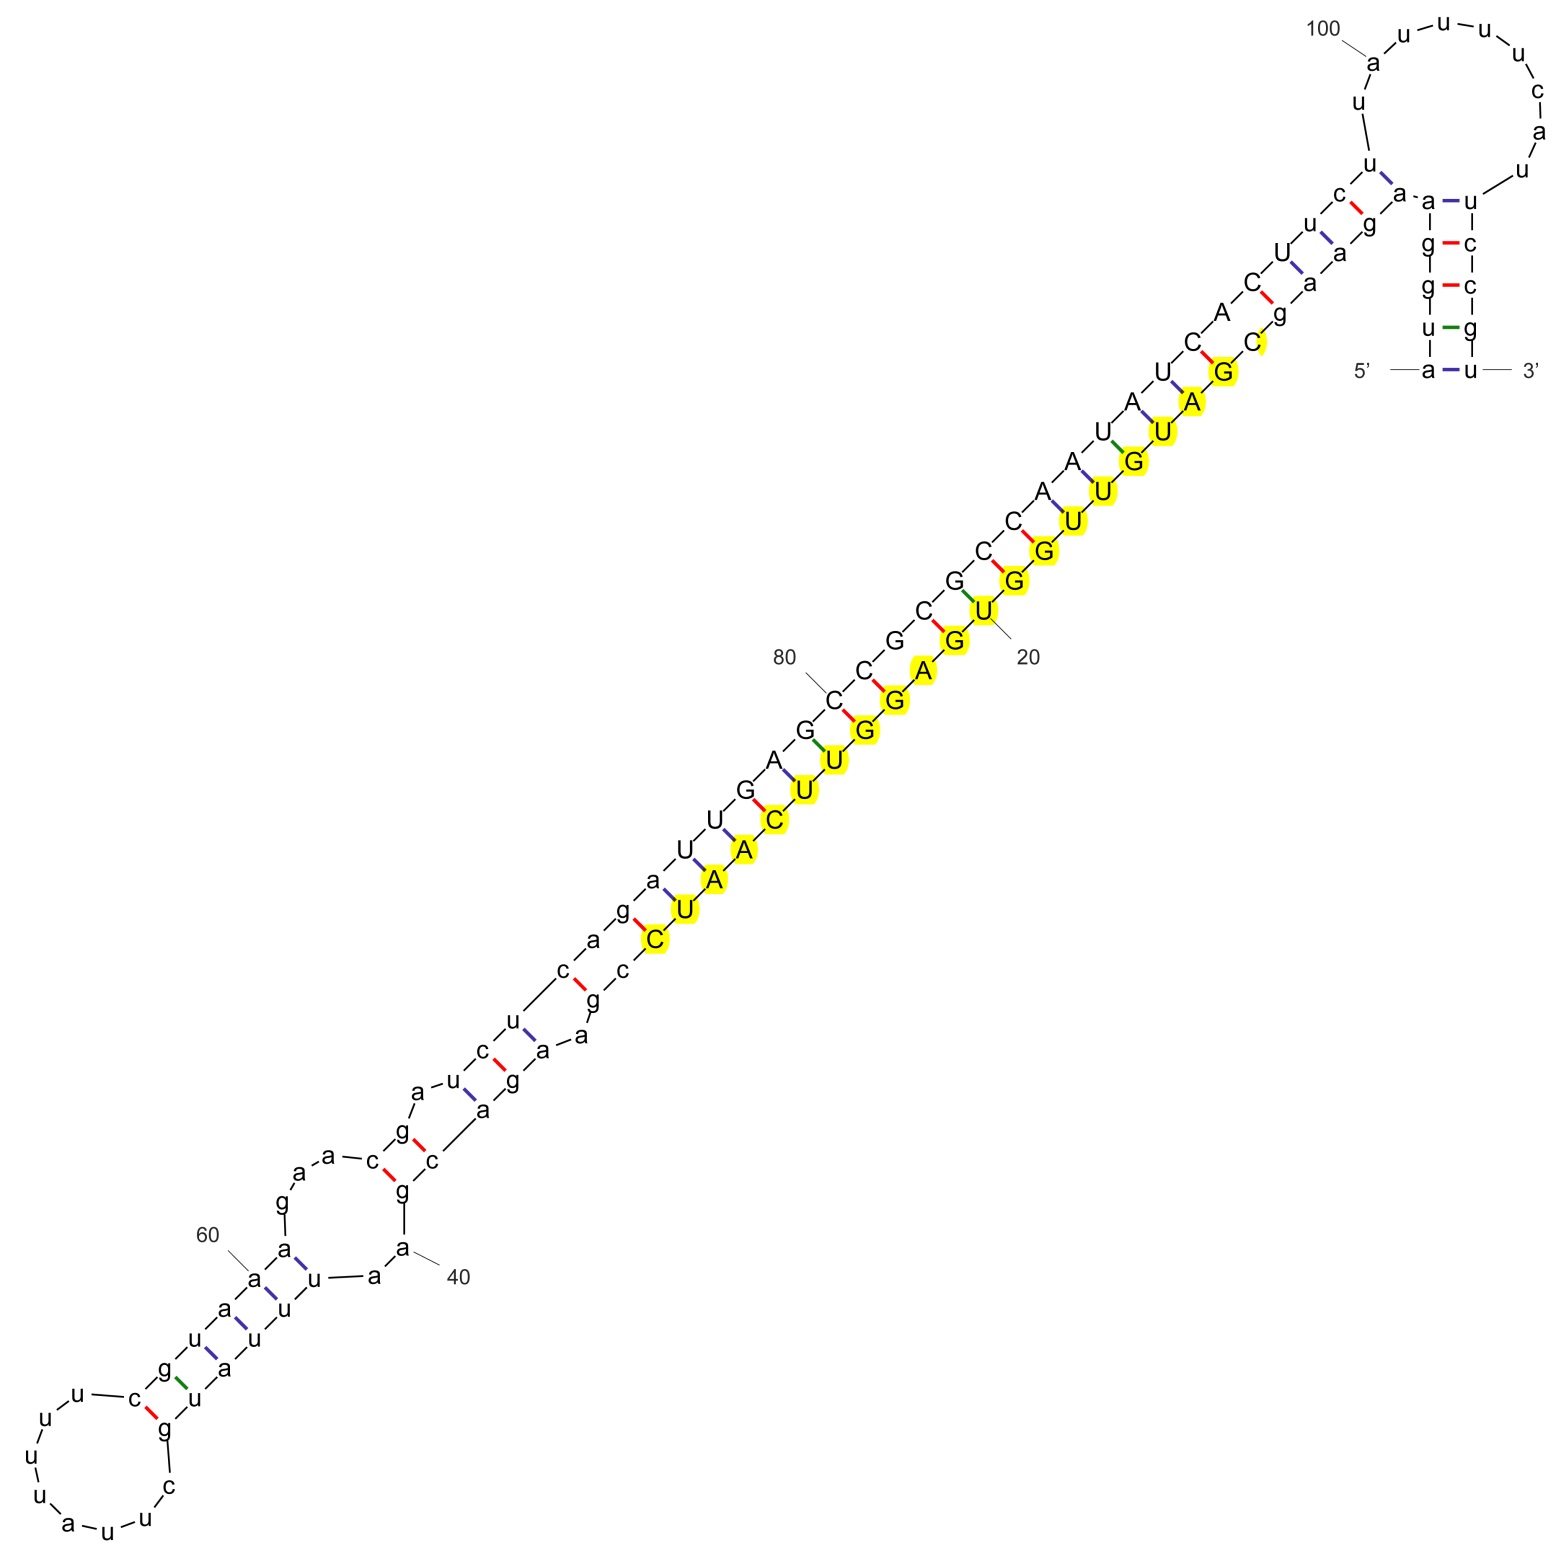

sha-miR171e-5p_mtr

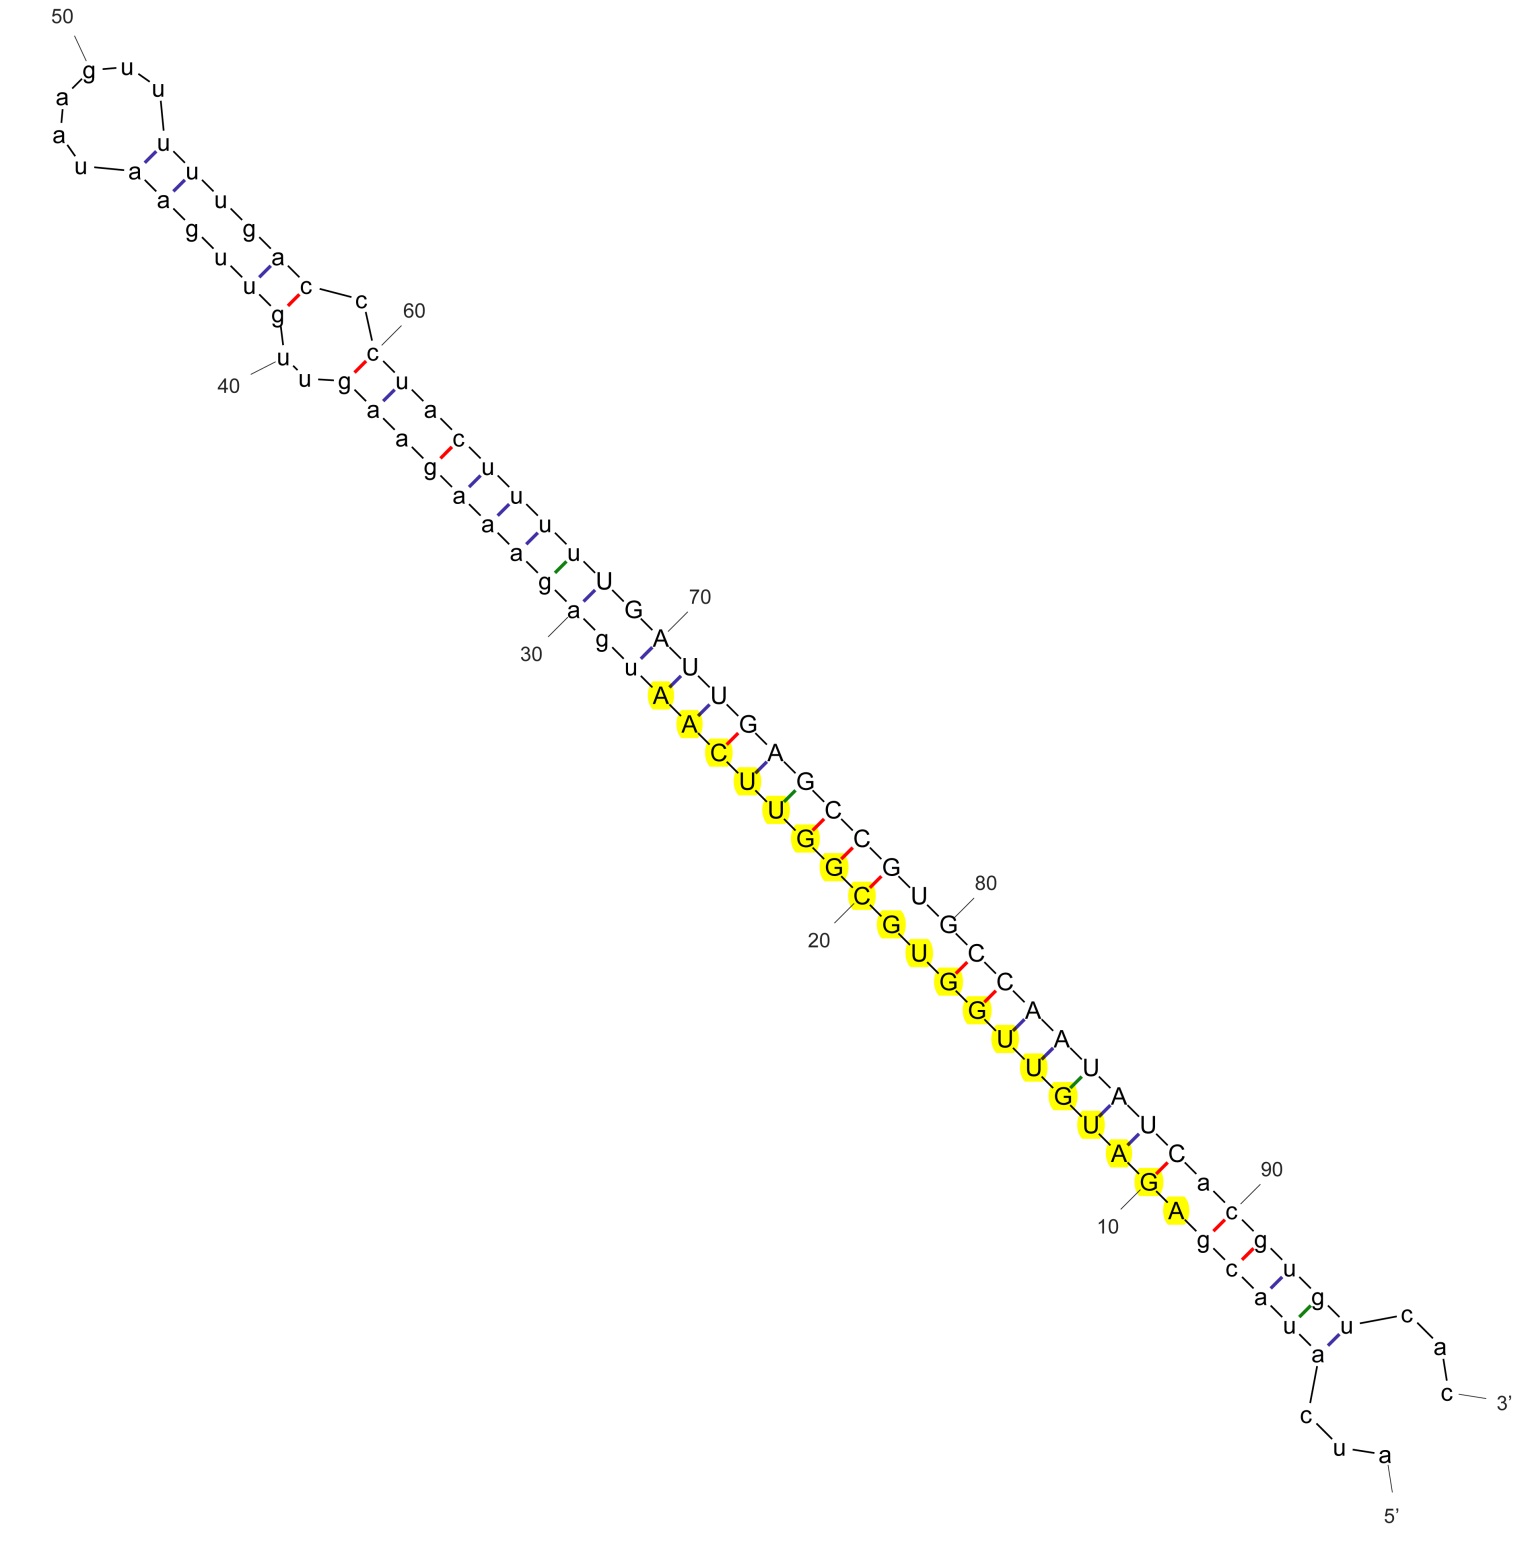

sha-miR171h-p5_vvi

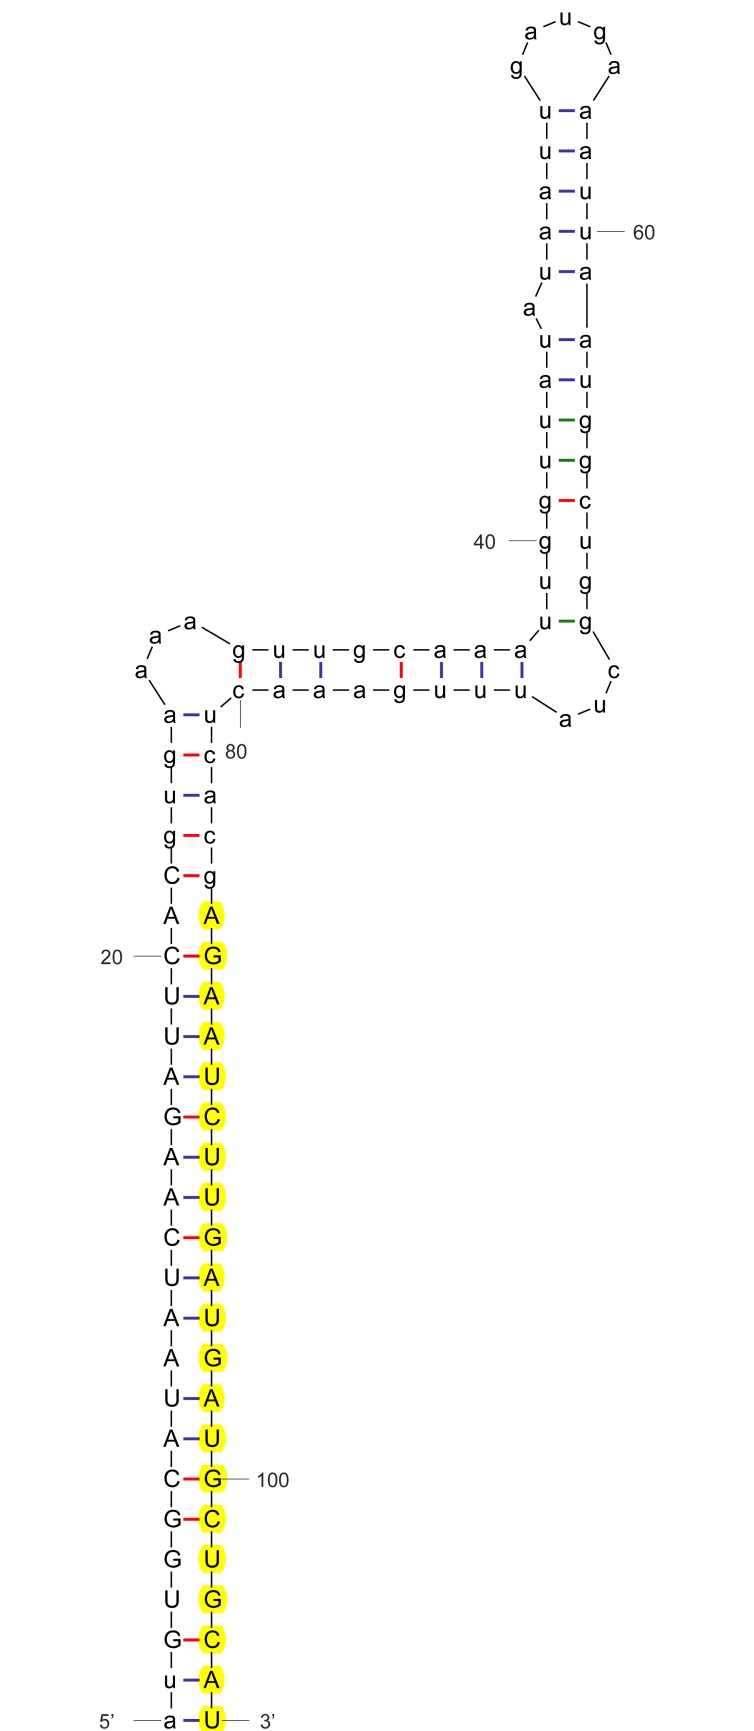

sha-miR172a

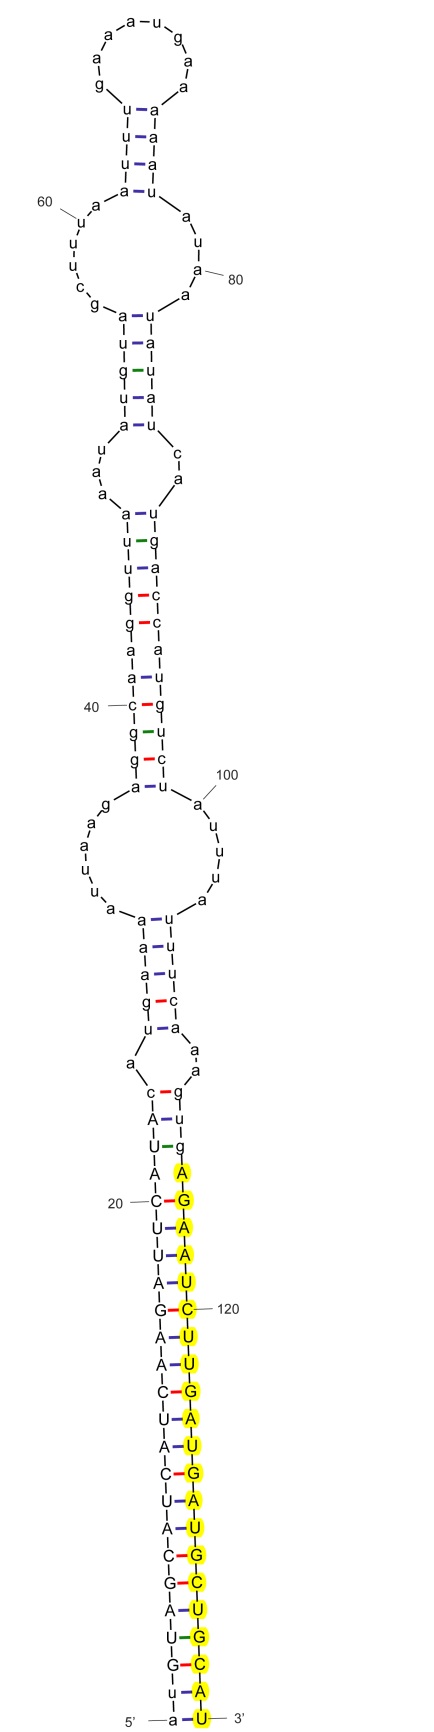

sha-miR172b

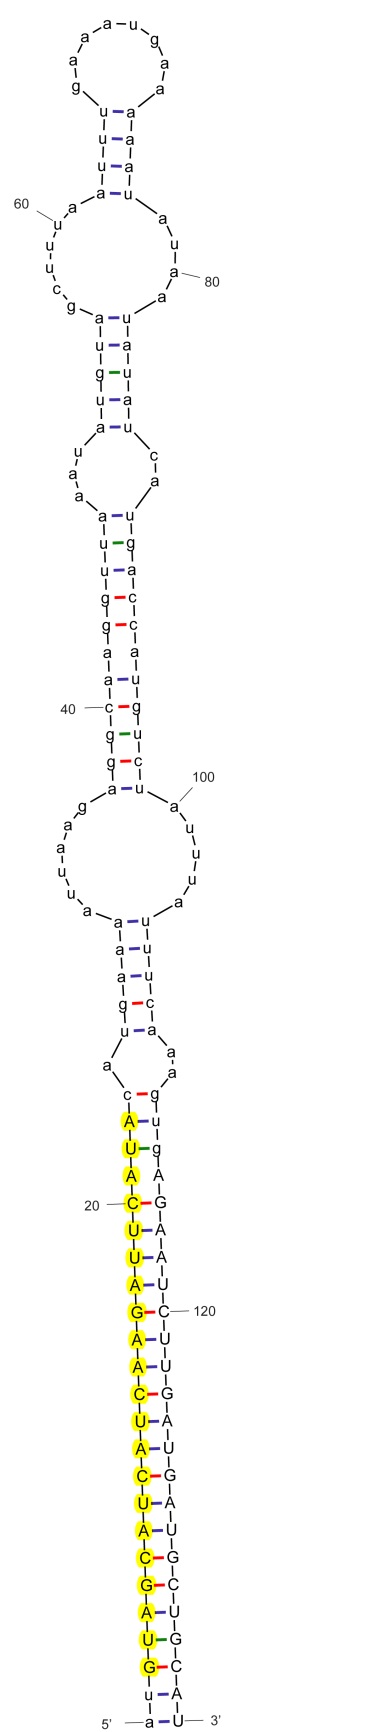

sha-miR172b-p5

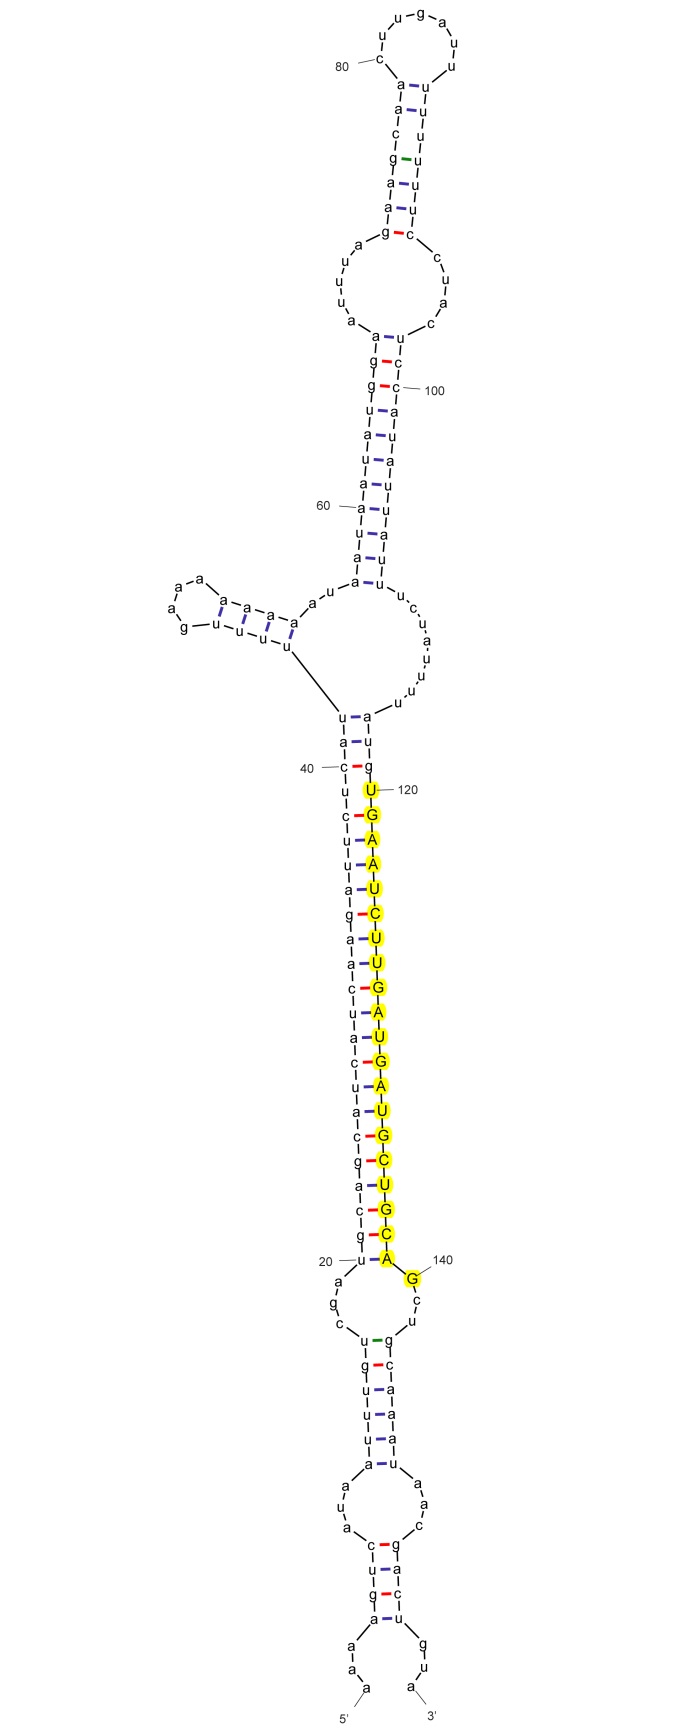

sha-miR172c-3p_aly

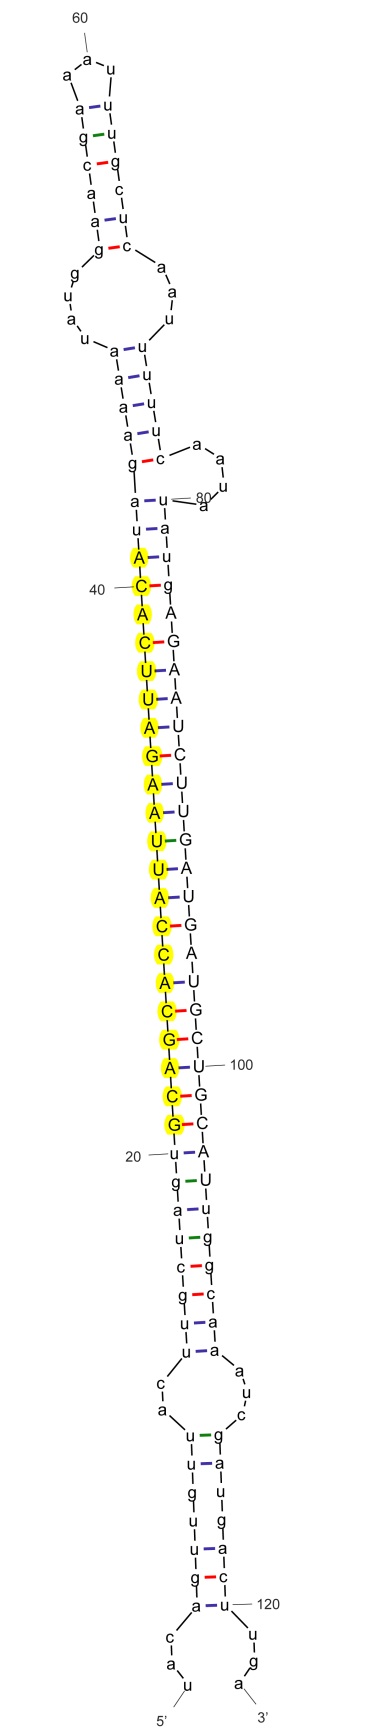

sha-miR172e-5p_aly

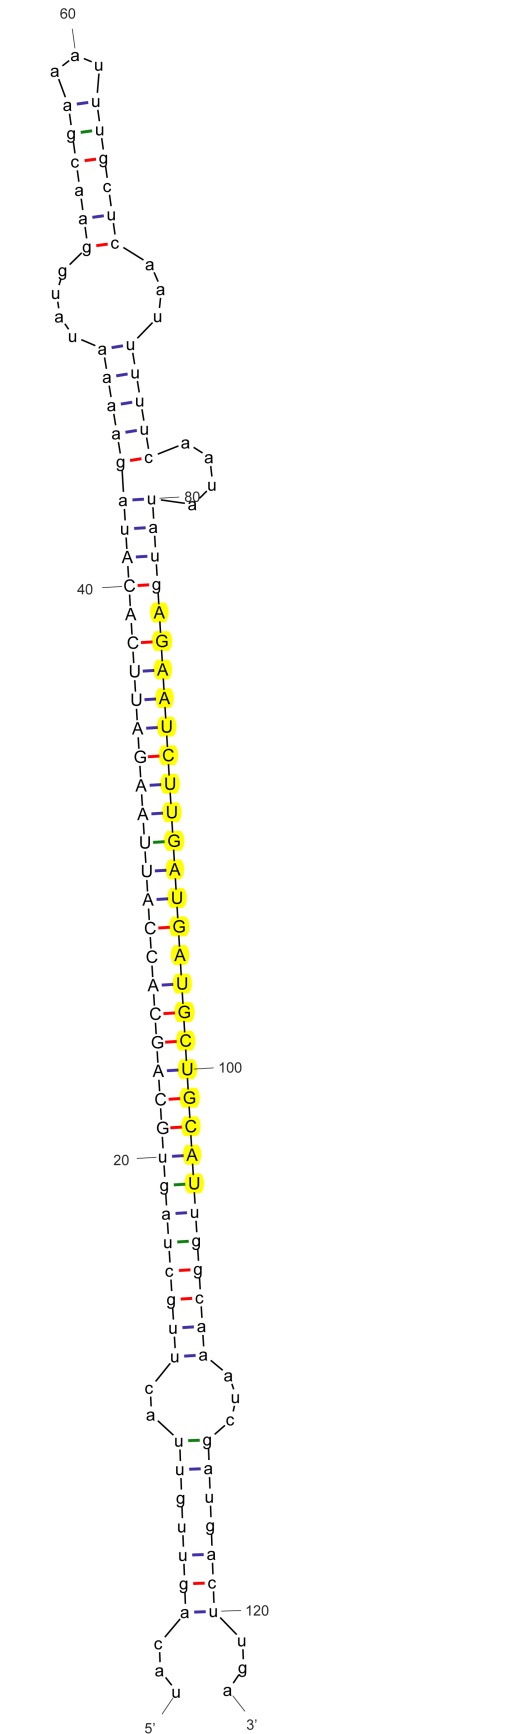

sha-miR172i_nta

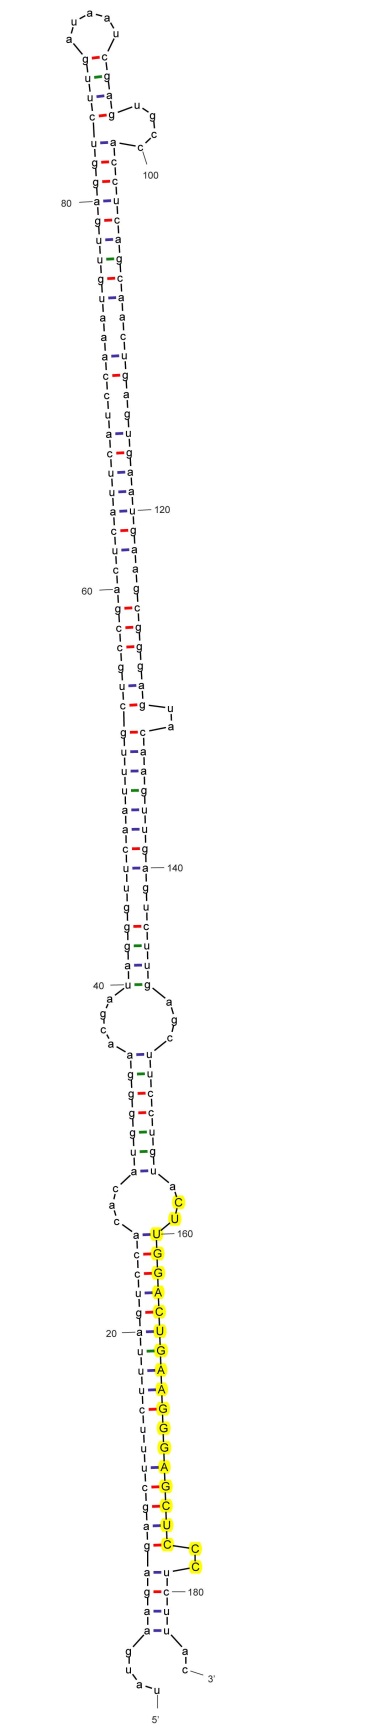

sha-miR319

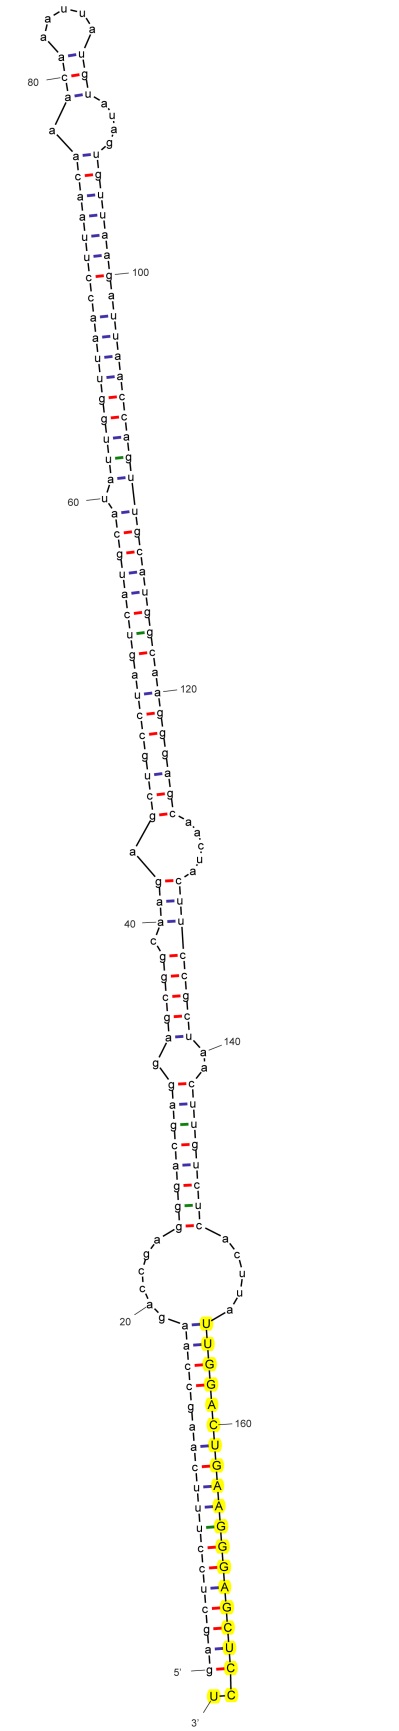

sha-miR319b_stu

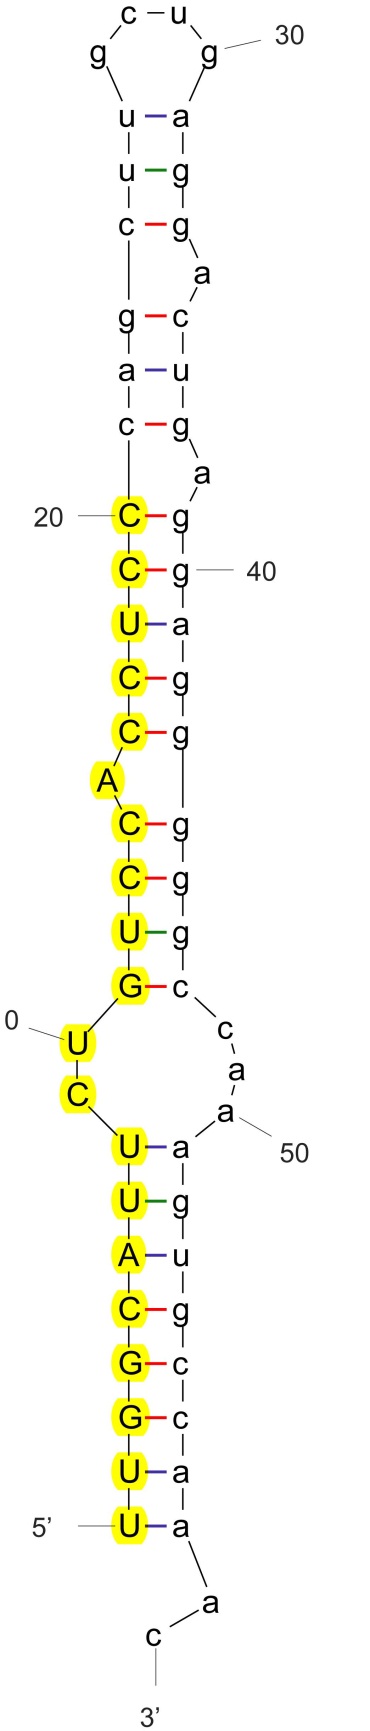

sha-miR384-5p_stu

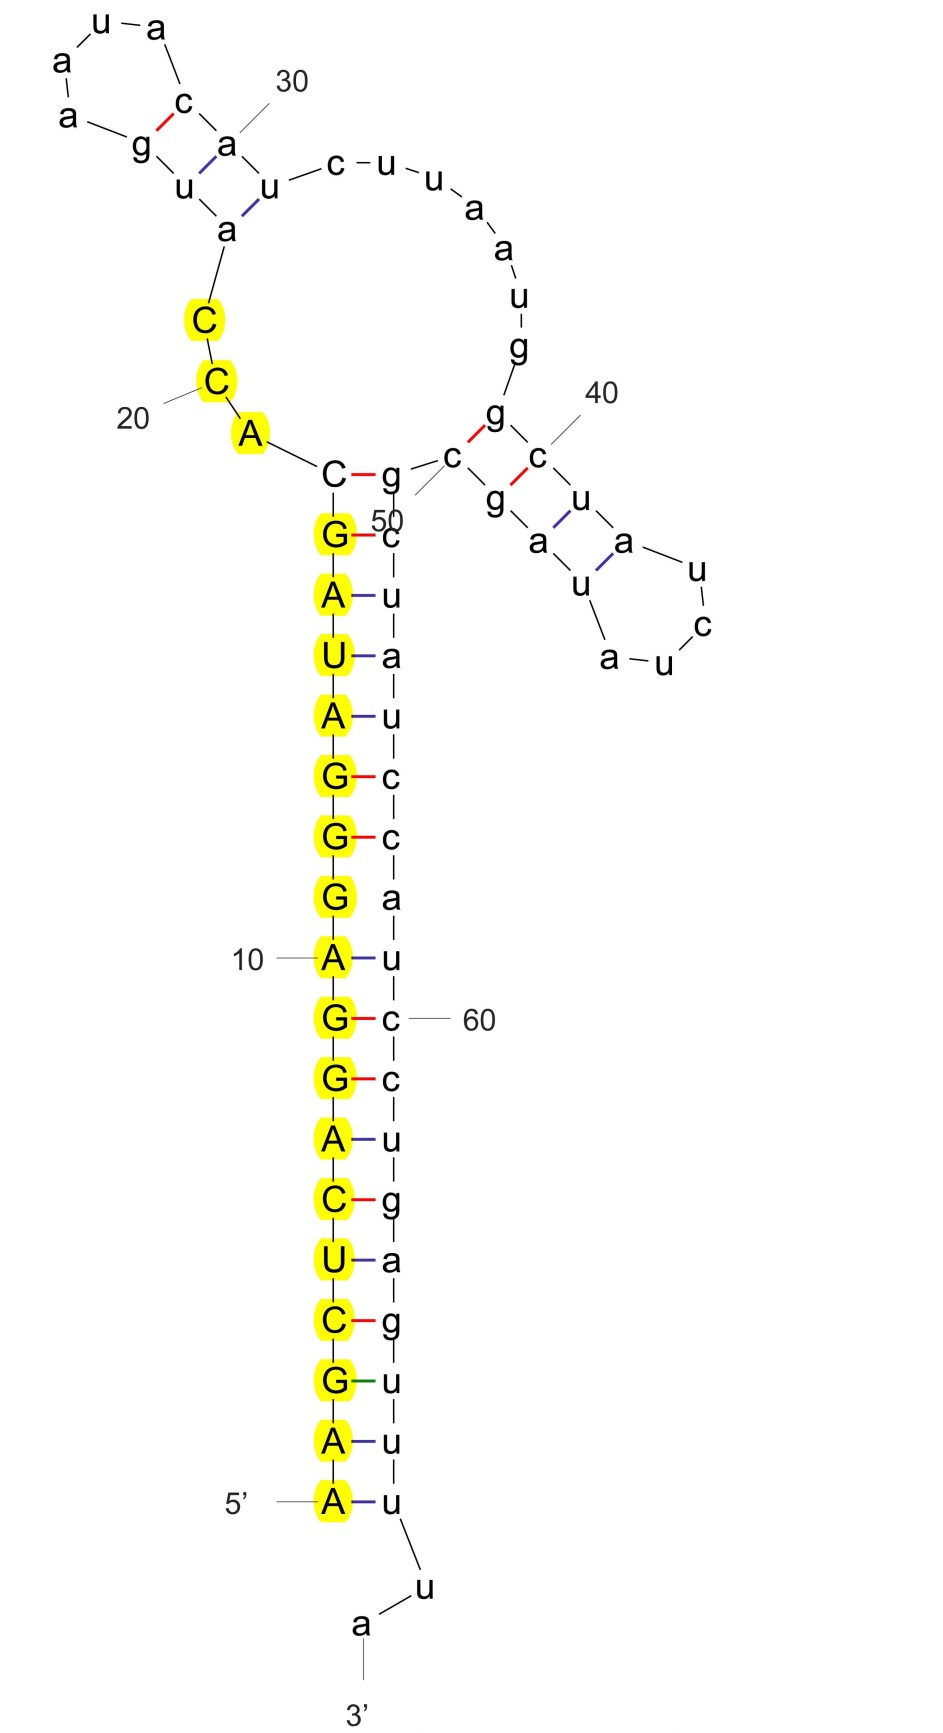

sha-miR390-5p_stus

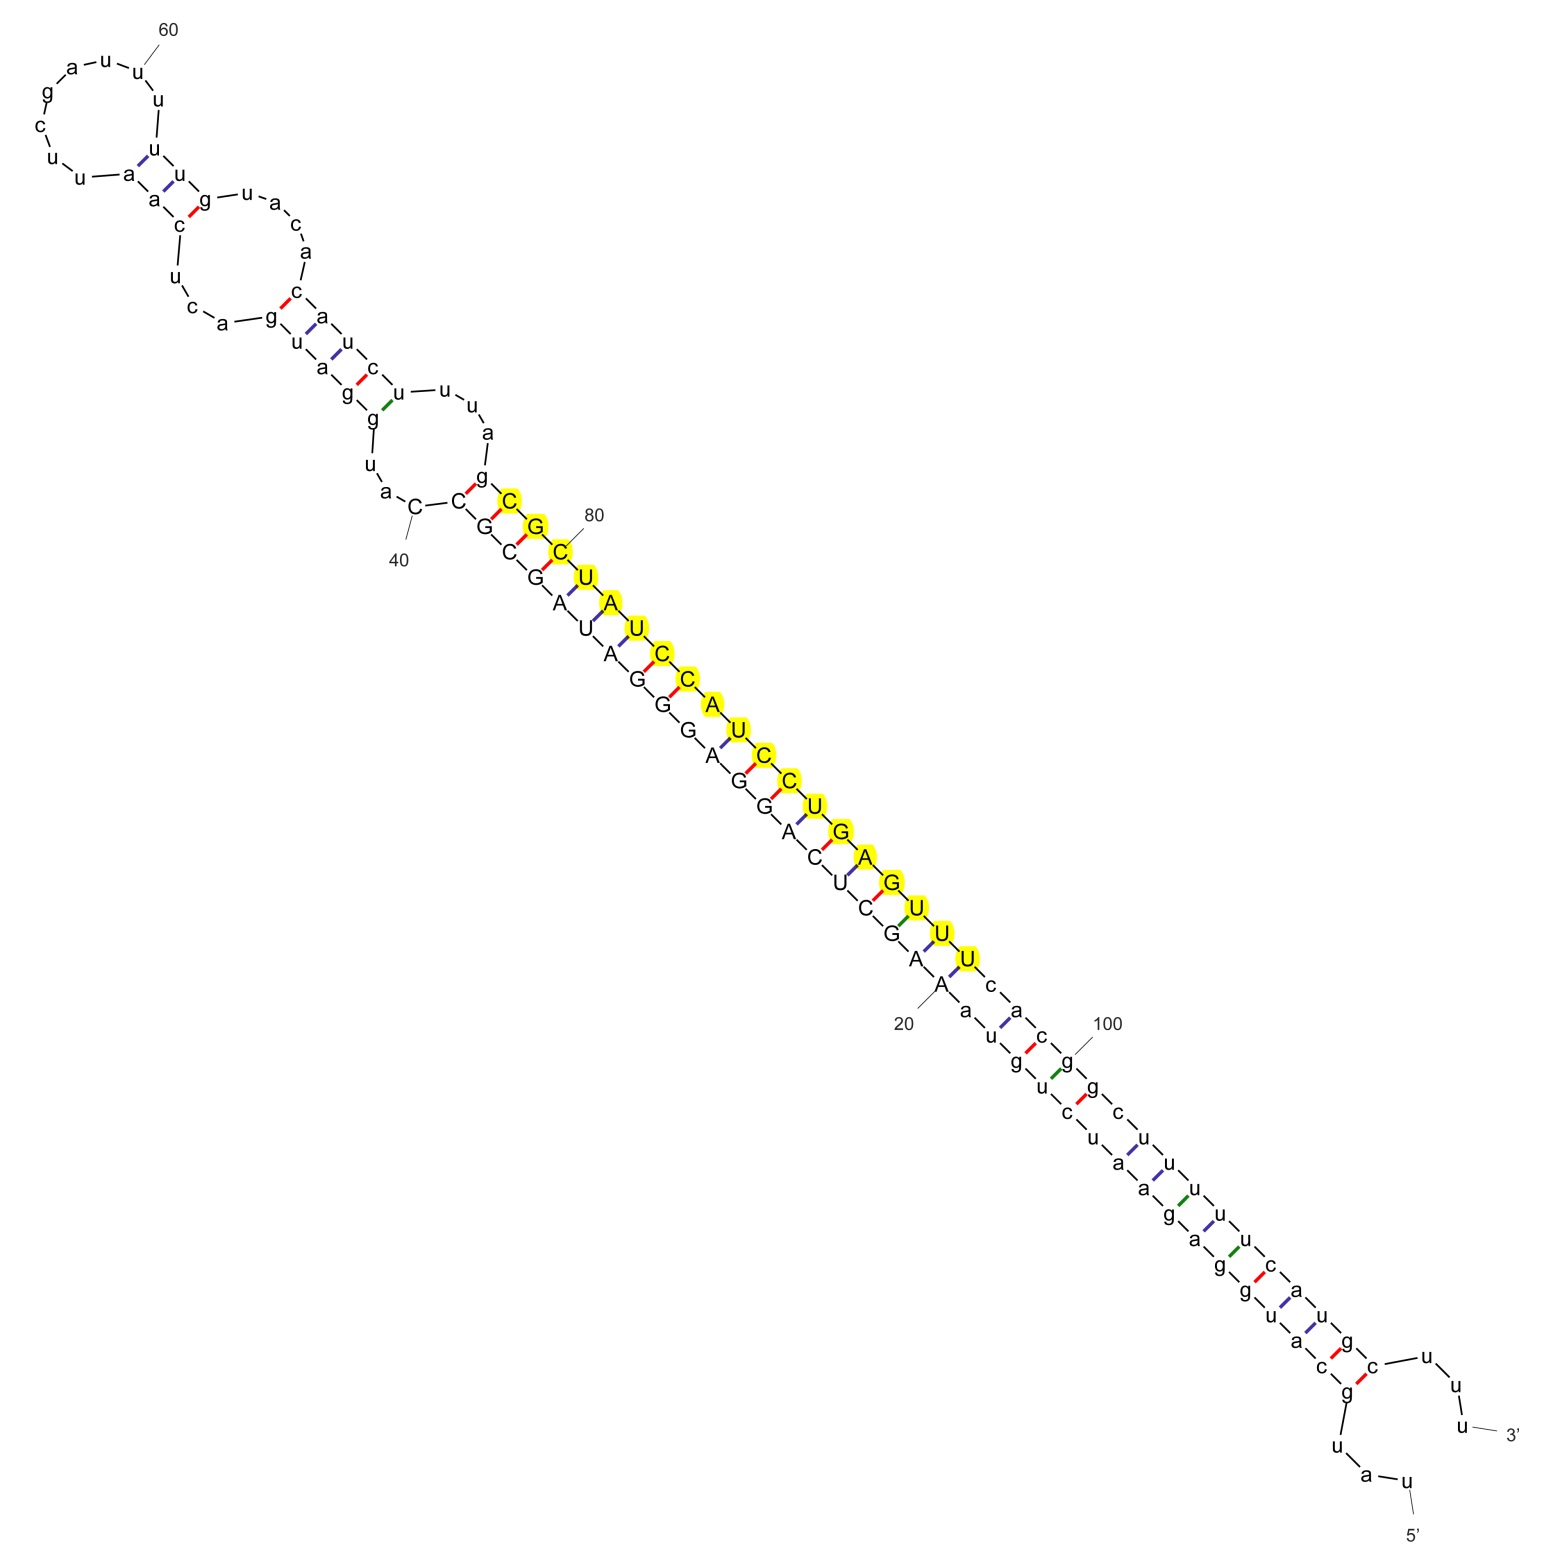

sha-miR390b-3p_aly

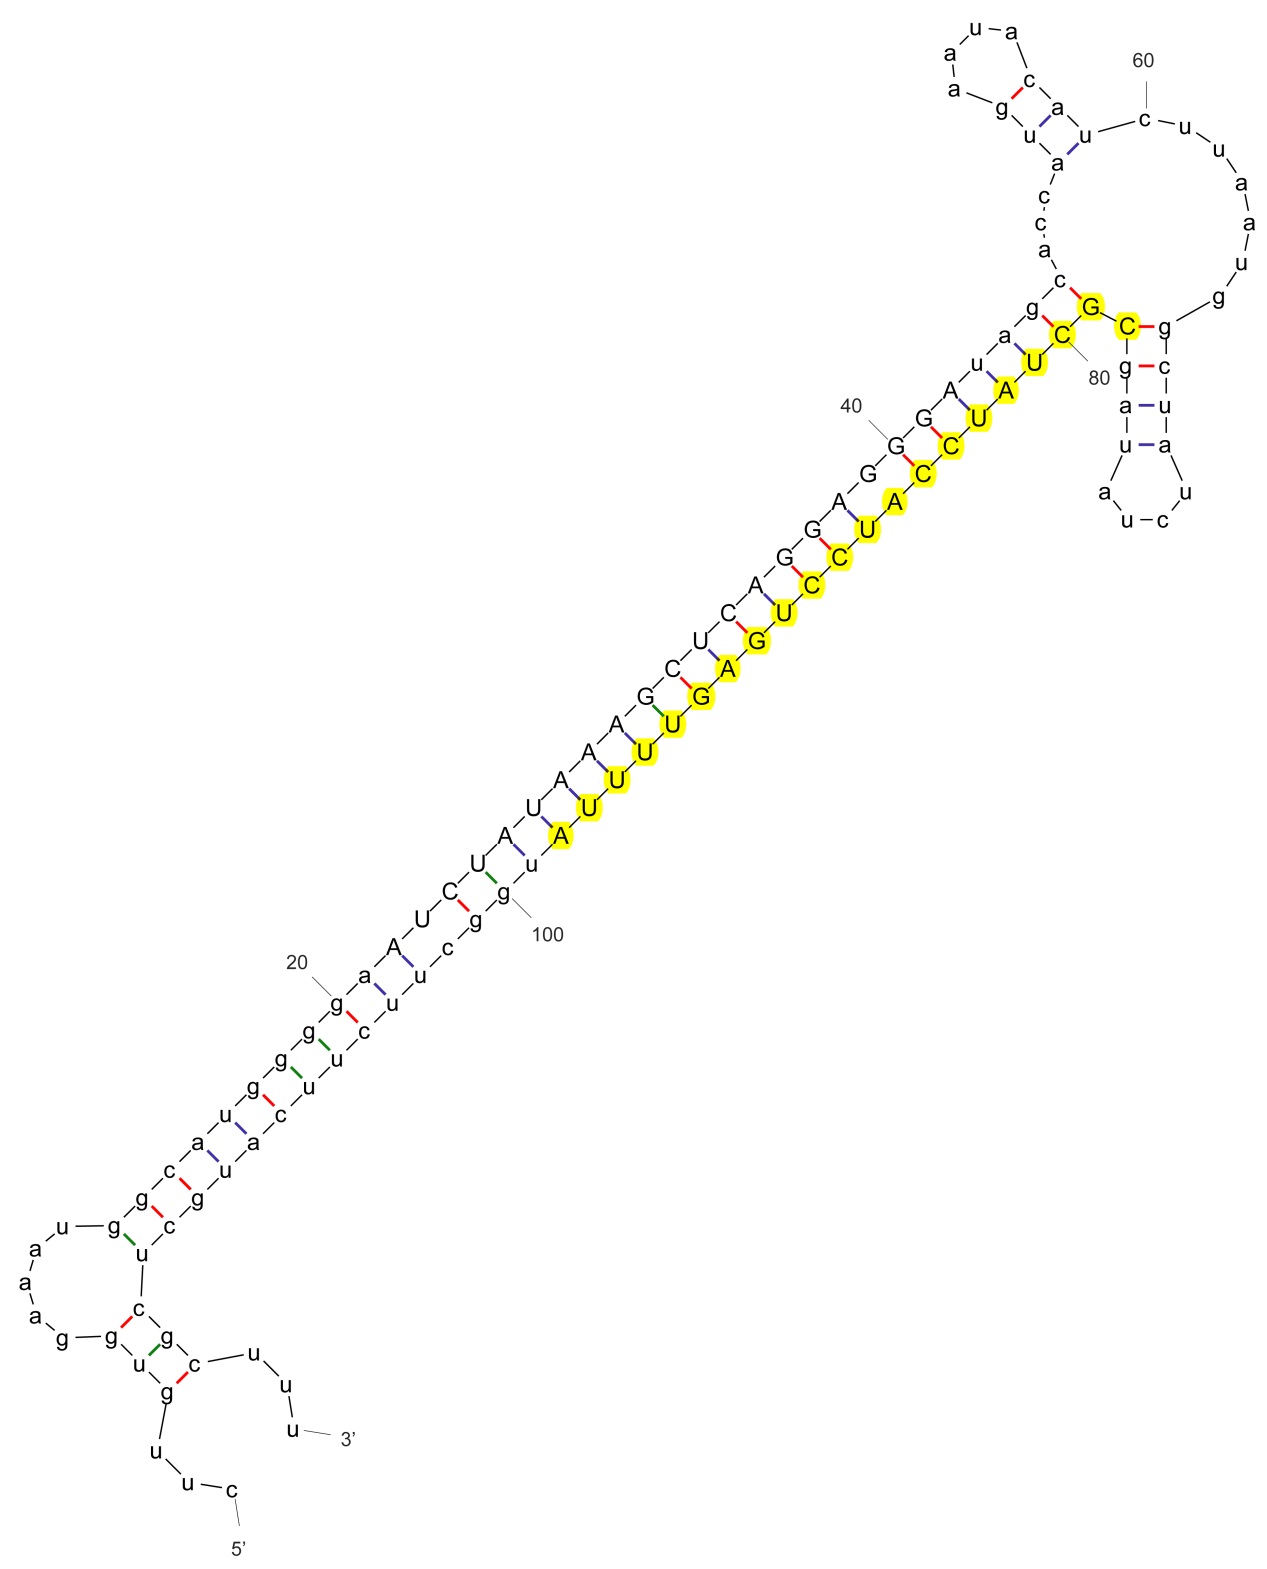

sha-miR390b-3p_aly

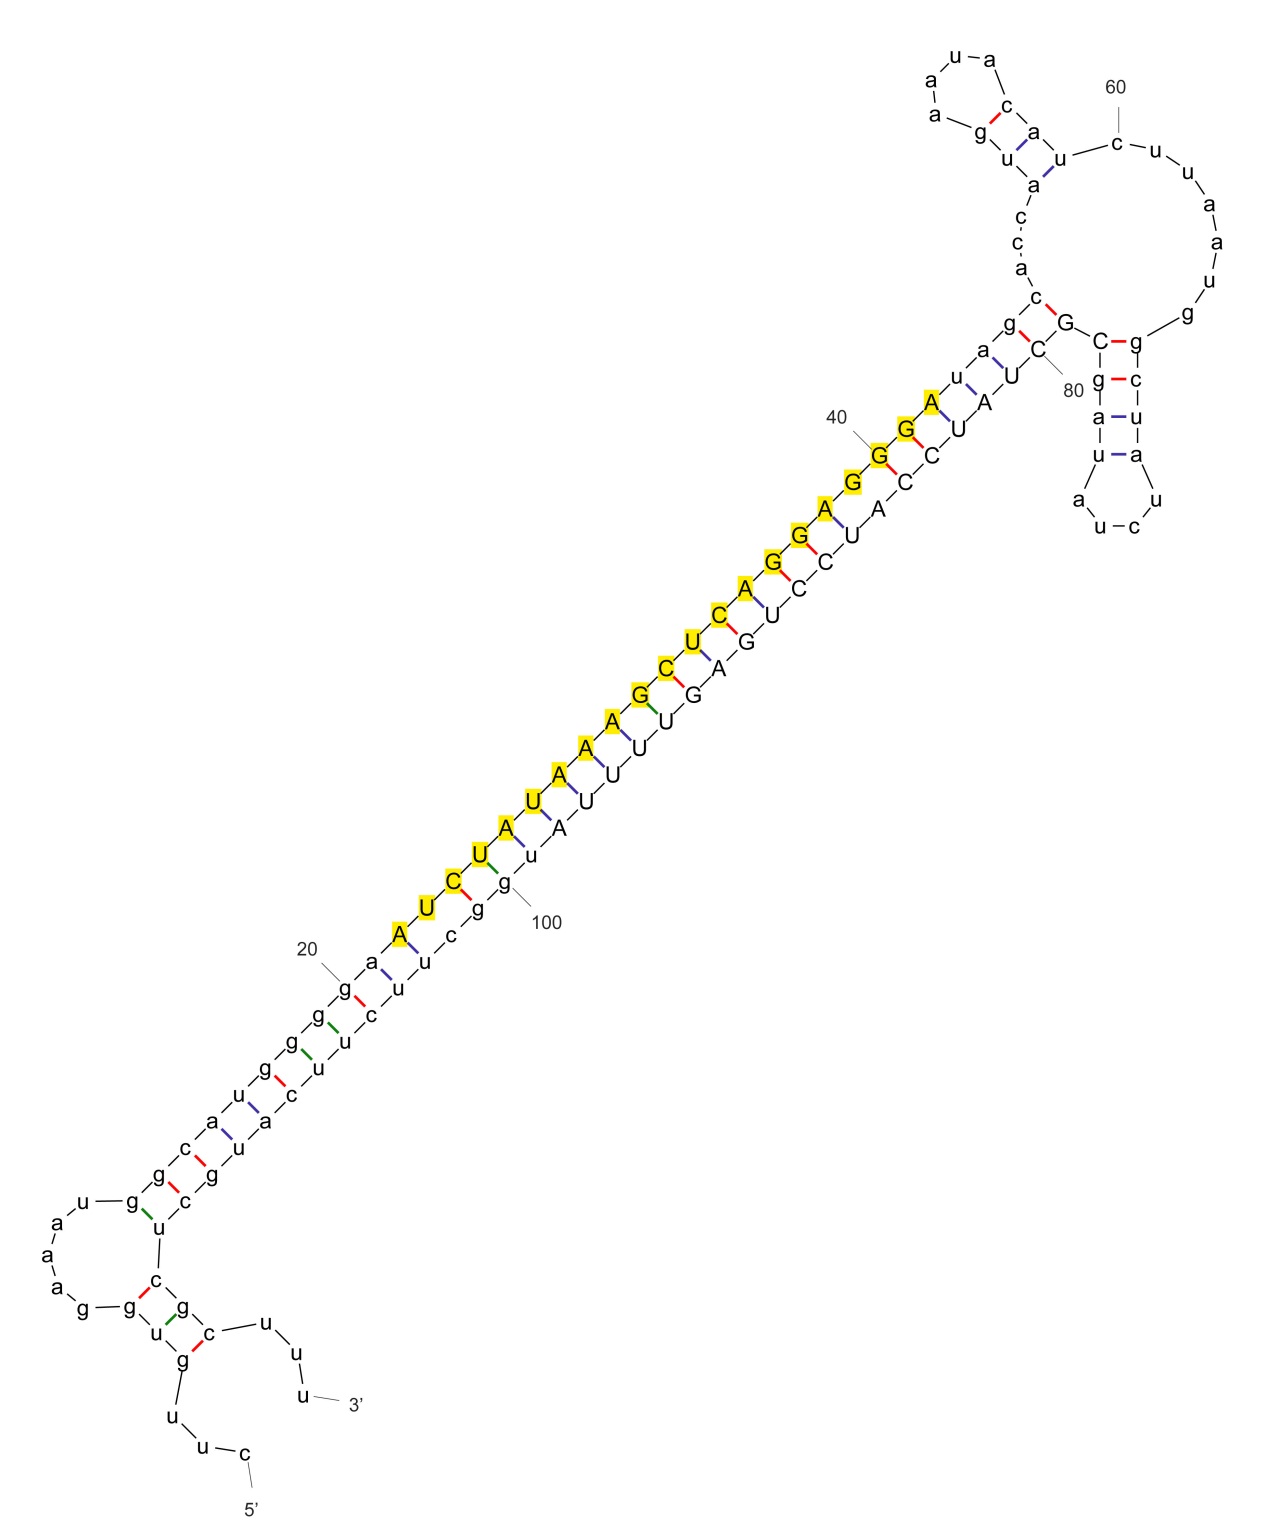

sha-miR390b-p5_nta

sha-miR390c_nta

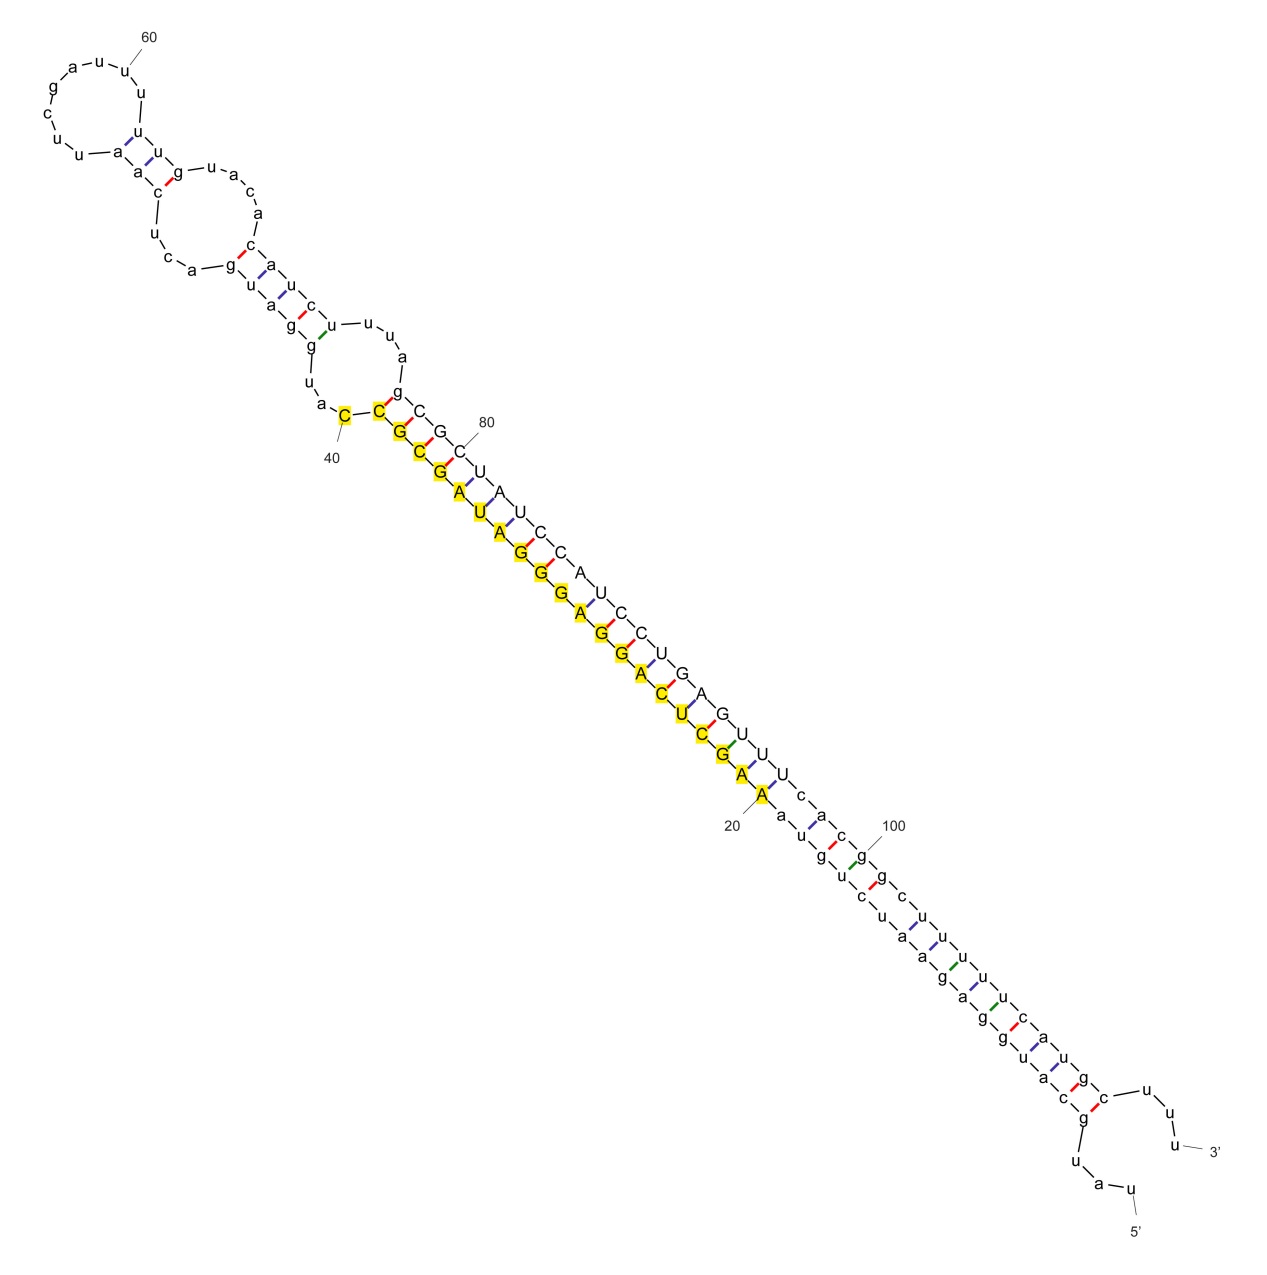

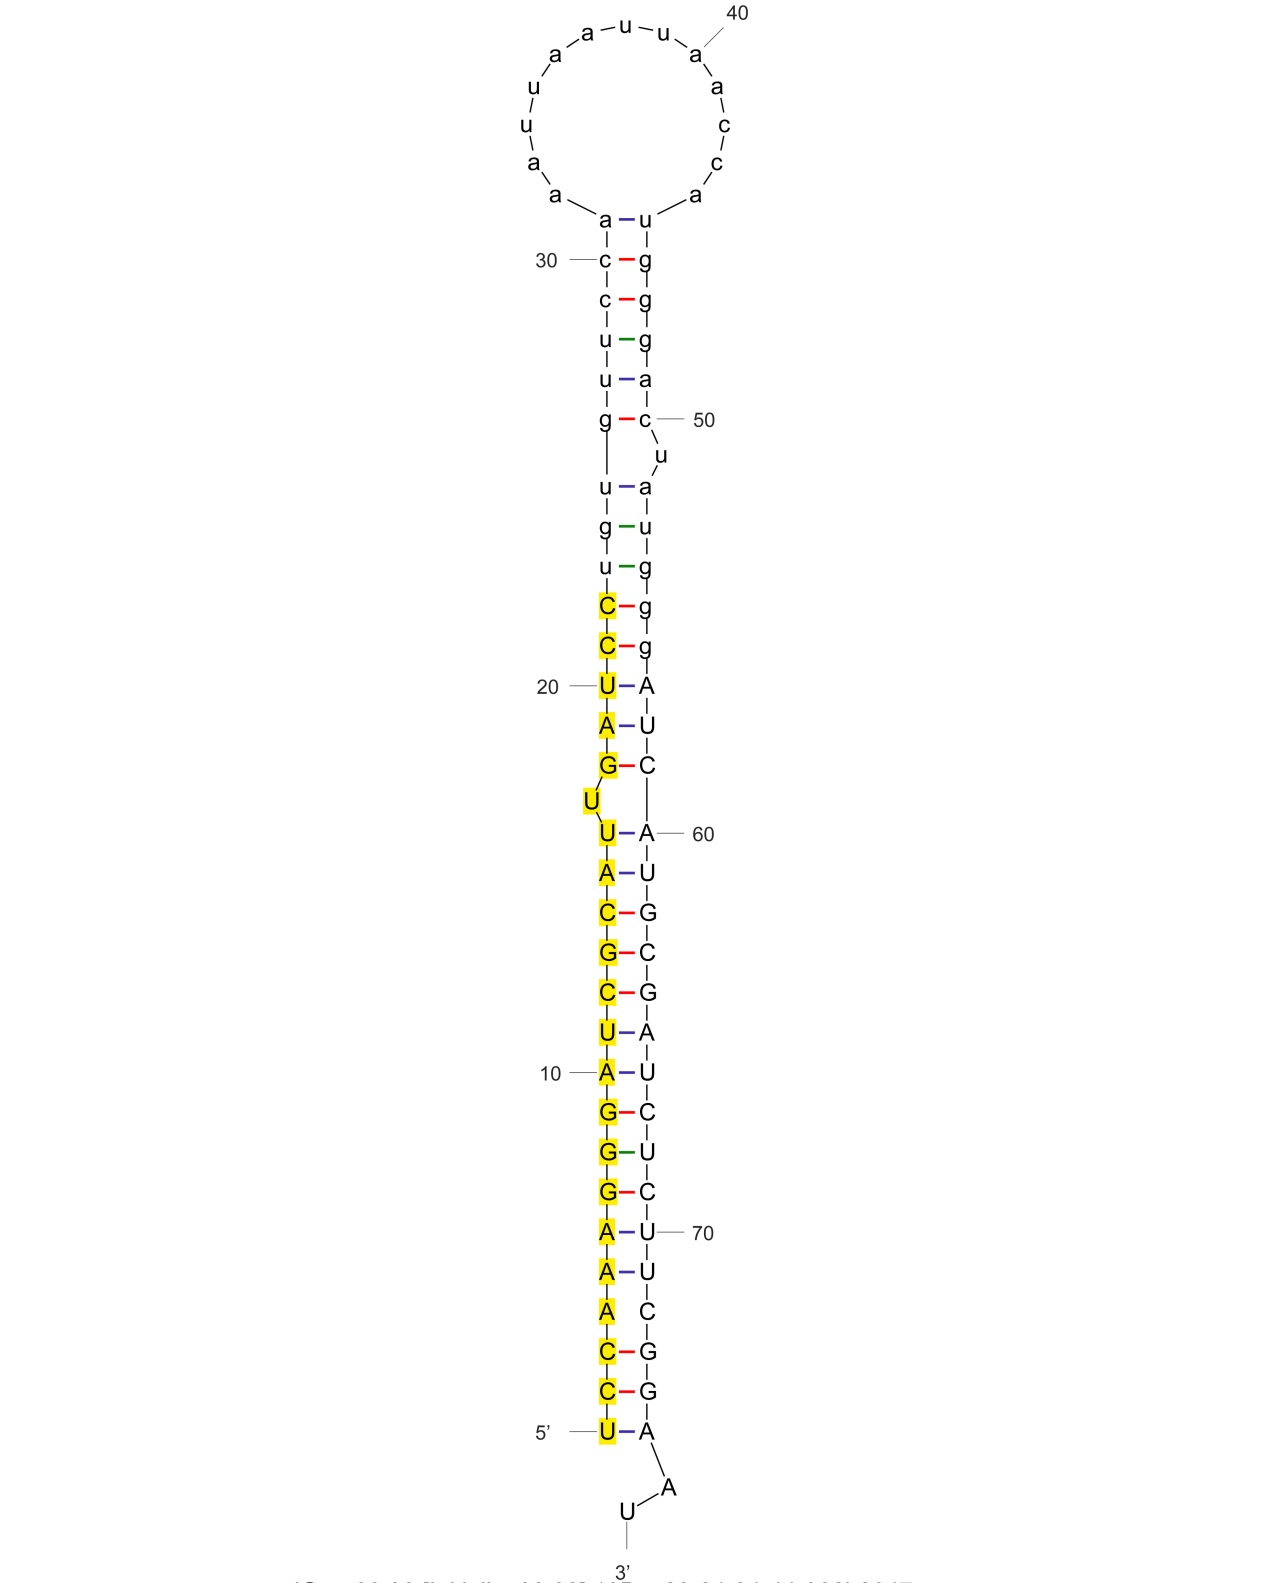

sha-miR393-5p_stu

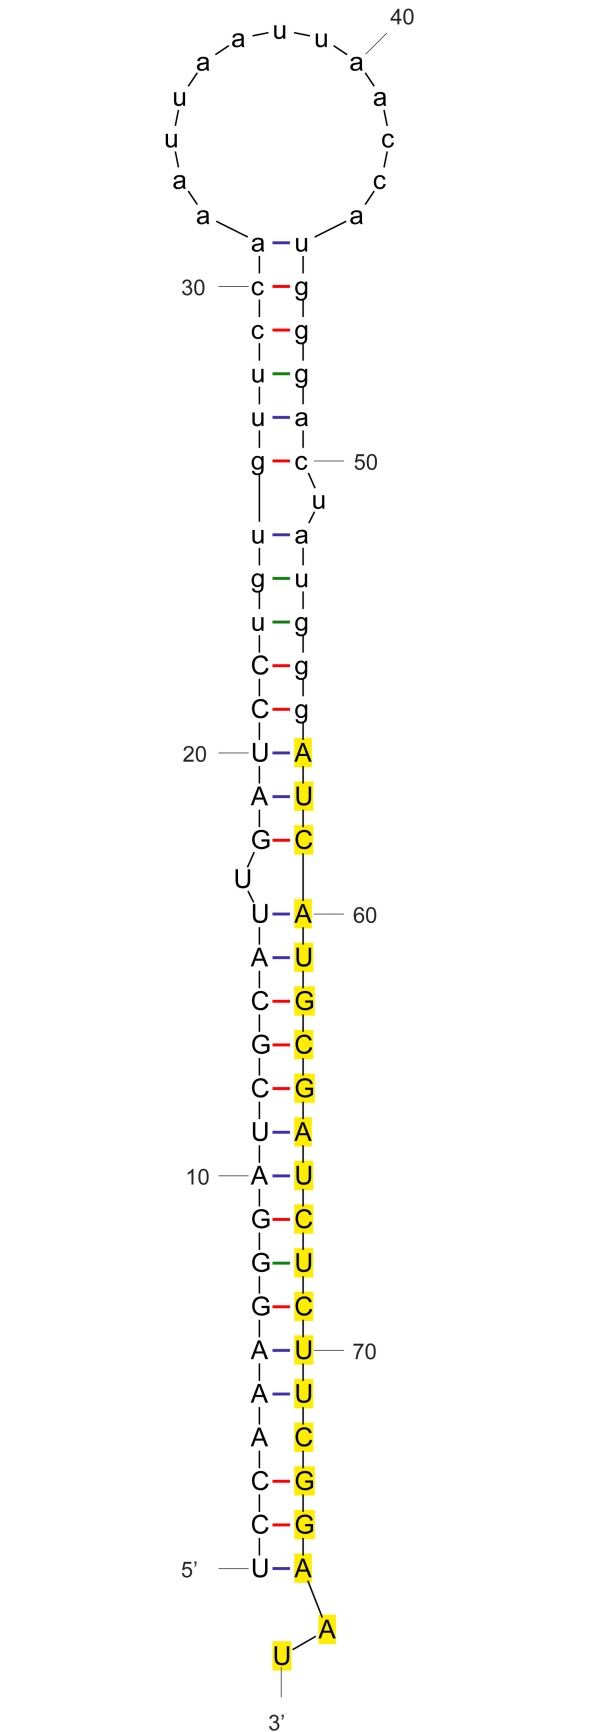

sha-miR393-3p_stu

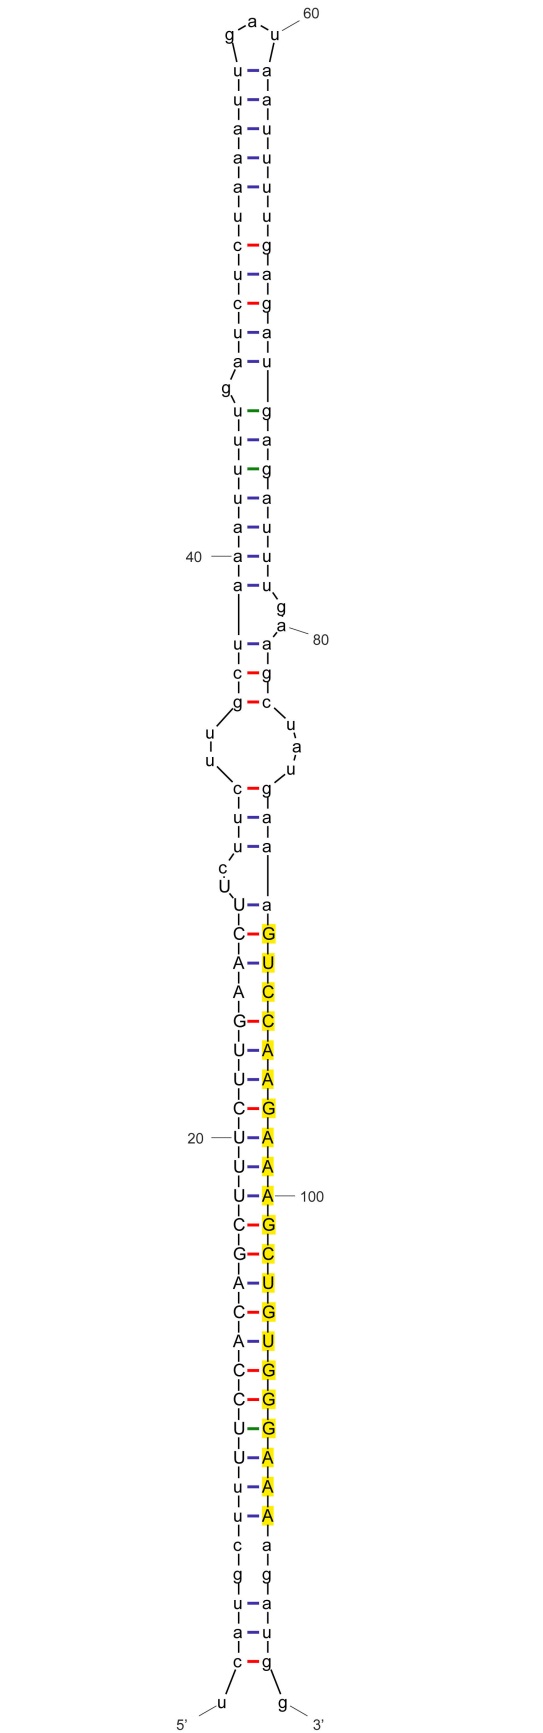

sha-miR396-3p_stu

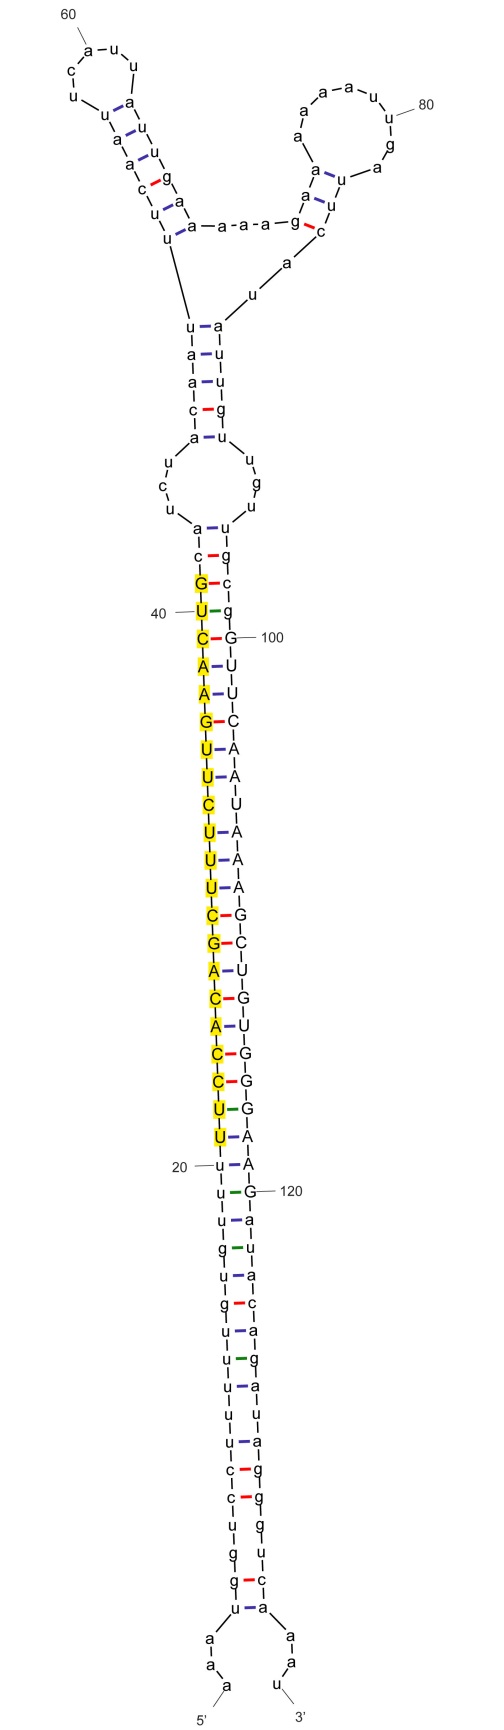

sha-miR396a_nta

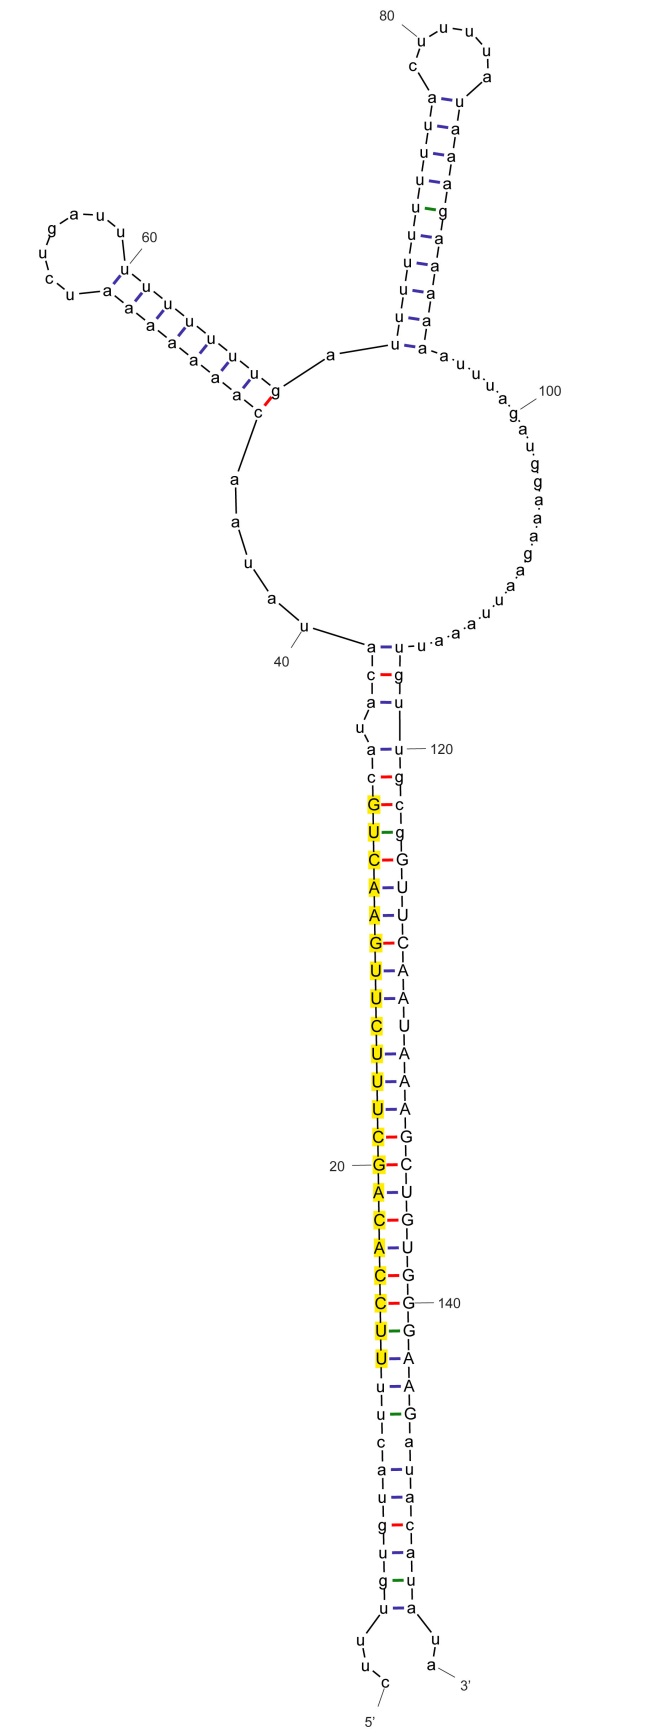

sha-miR396a_nta

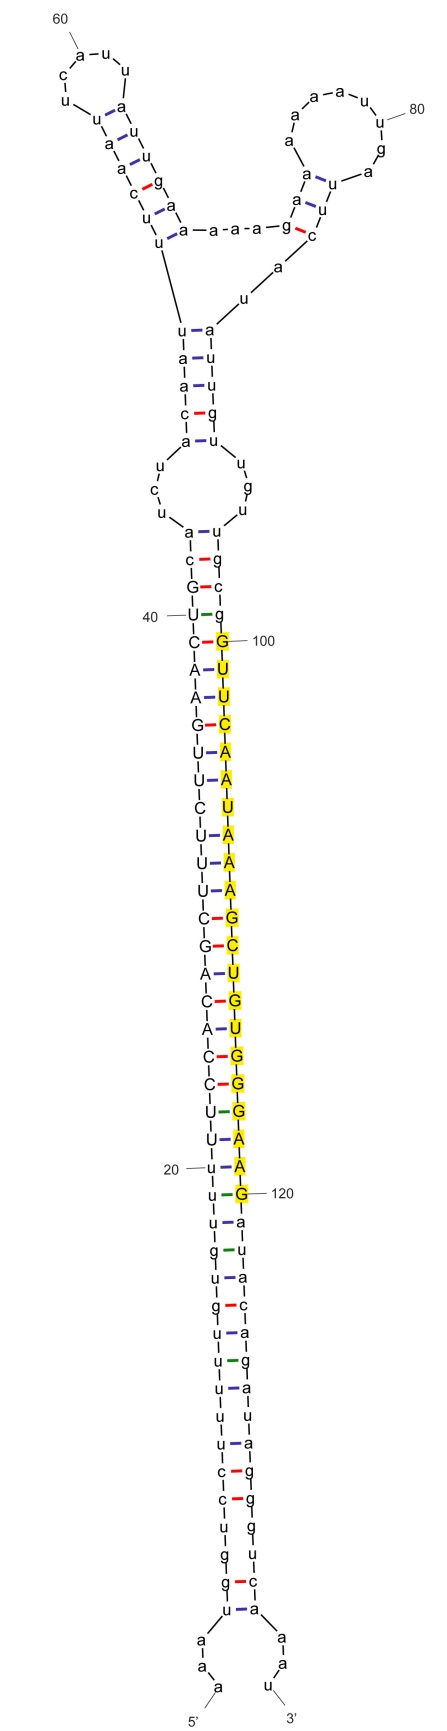

sha-miR396a-3p_aly

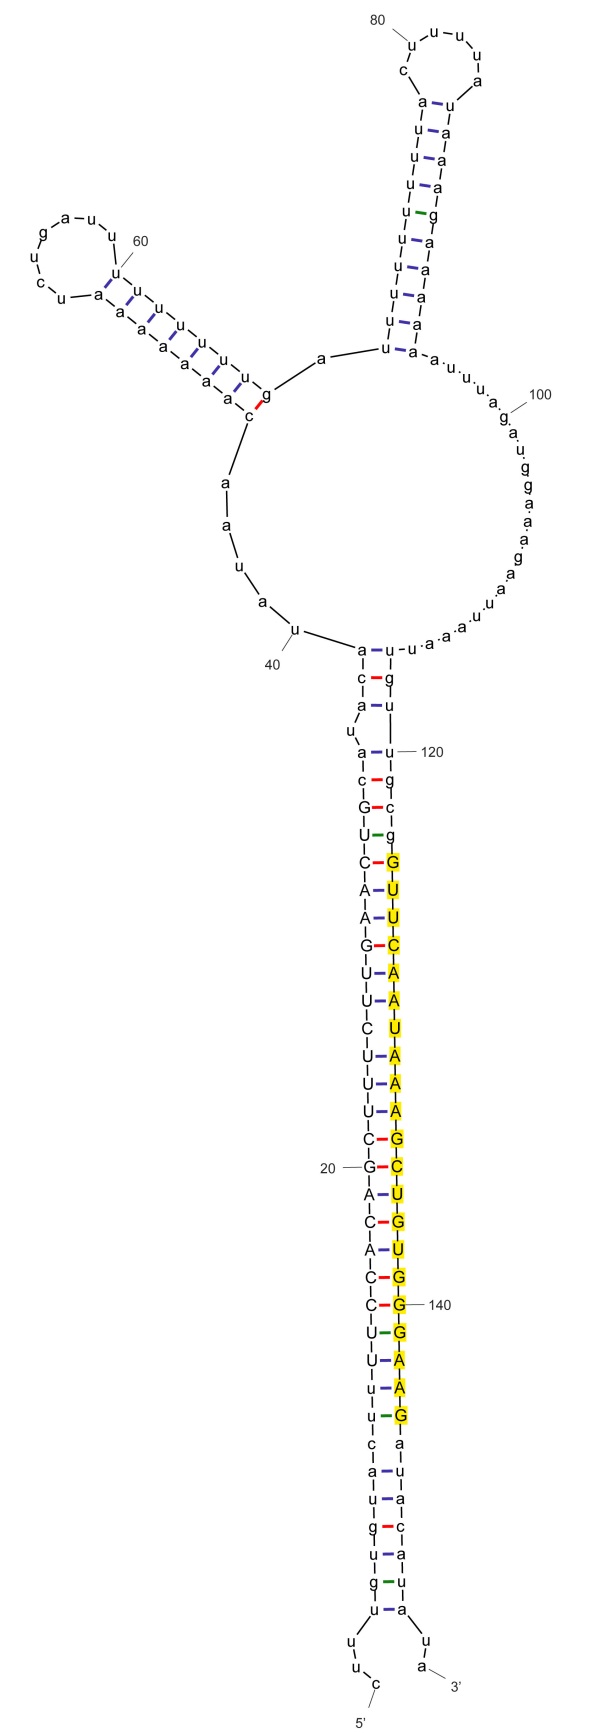

sha-miR396a-3p_aly

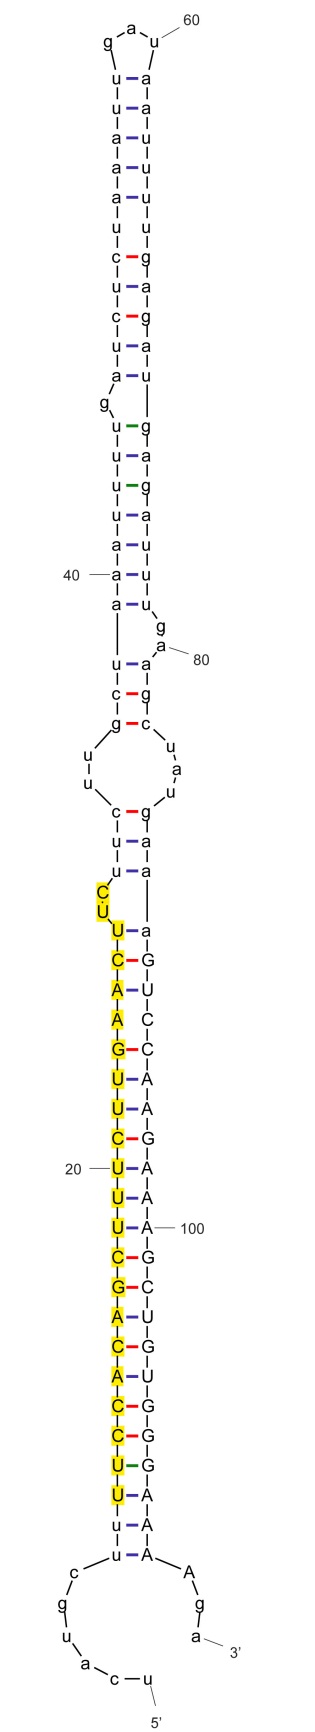

sha-miR396b_nta

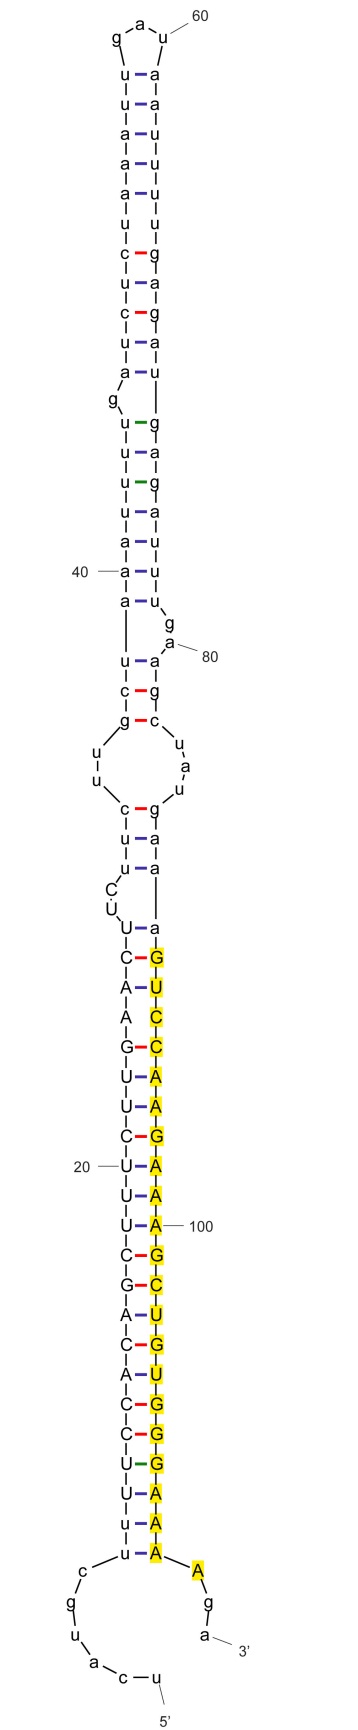

sha-miR396b-3p_aly

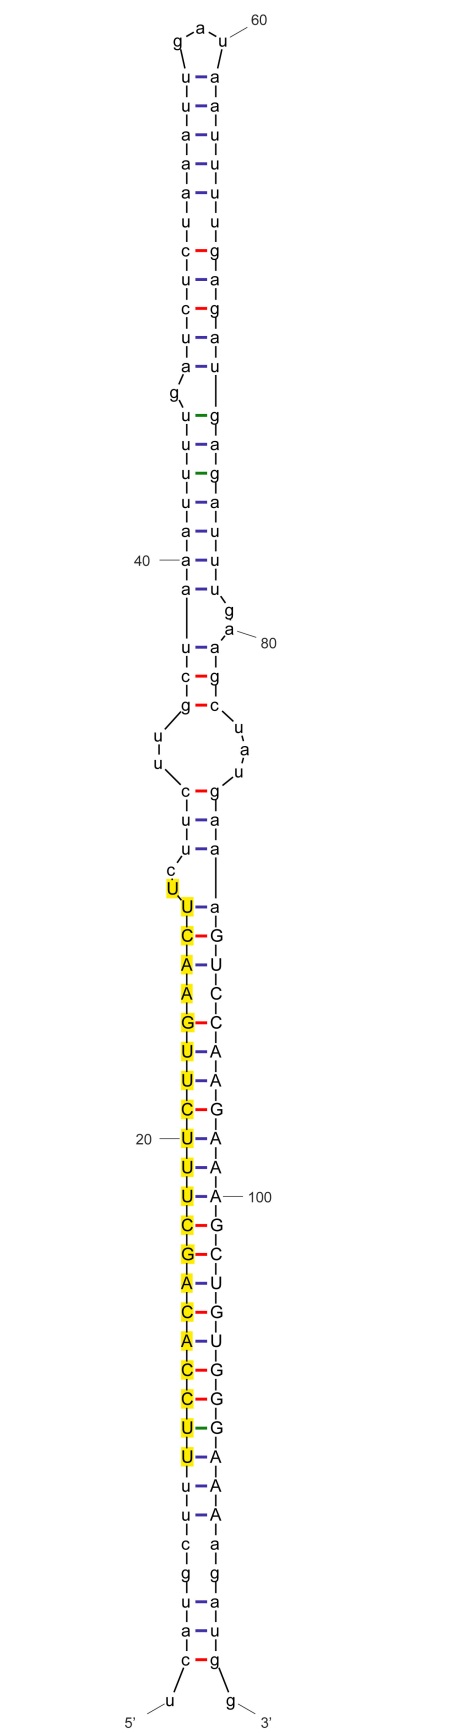

sha-miR396c_nta

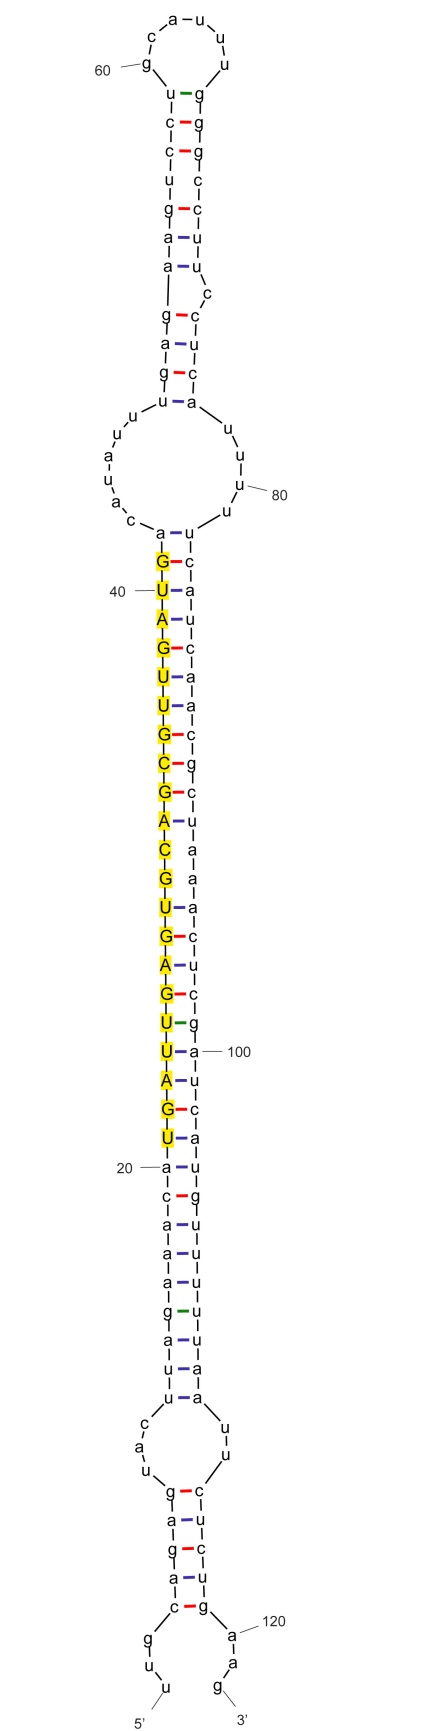

sha-miR397_nta

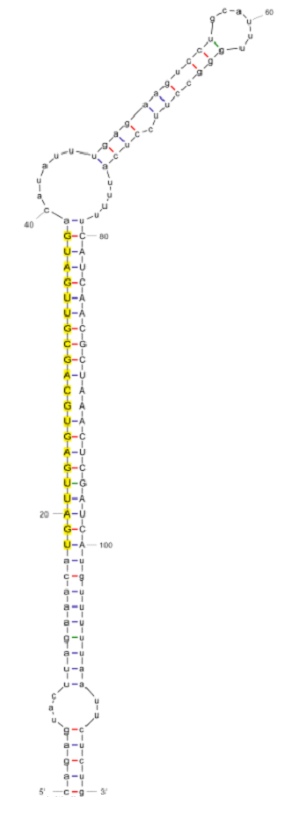

sha-miR397-p5

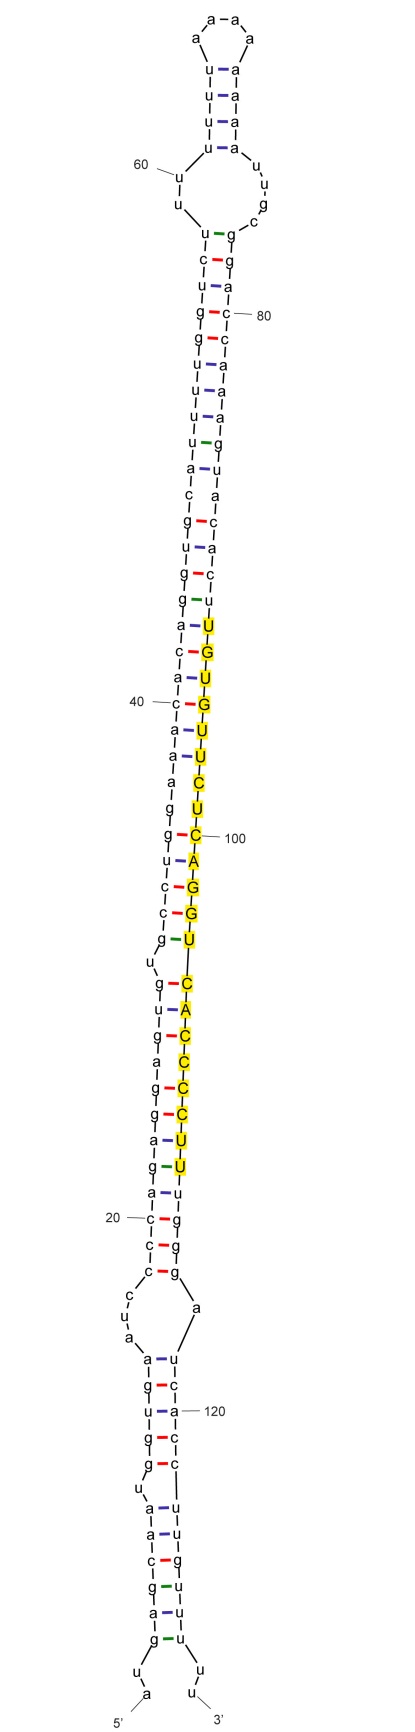

sha-miR398_nta

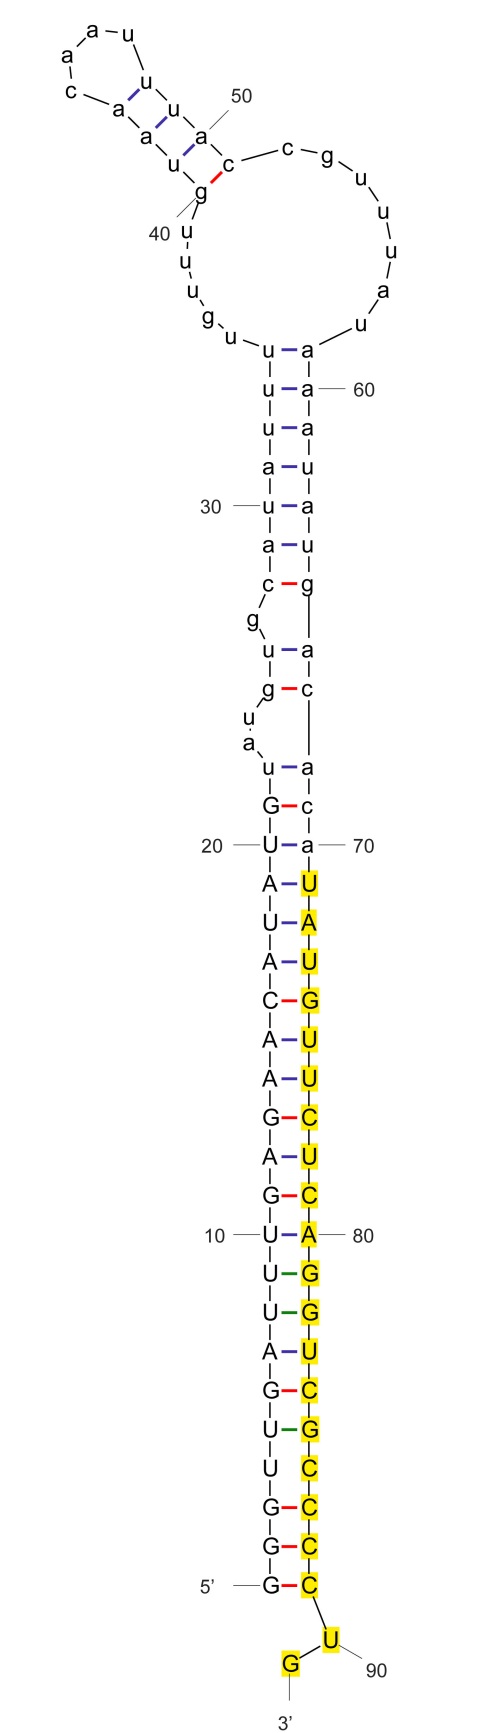

sha-miR398a-3p_stu

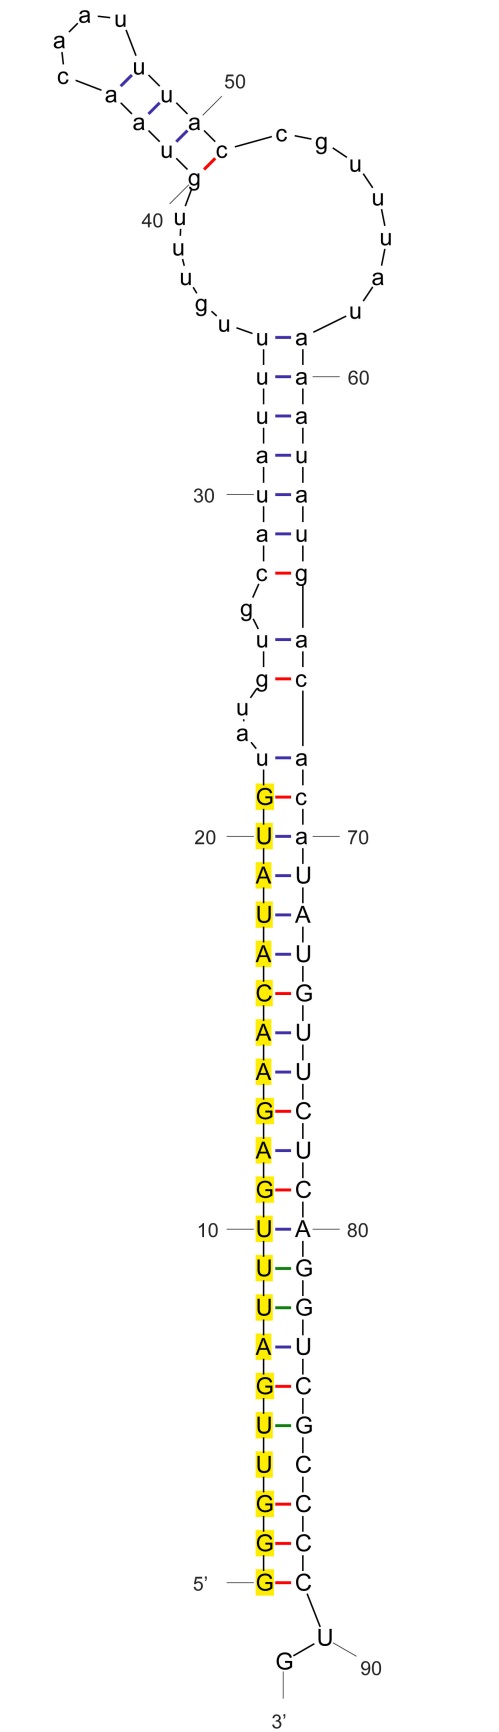

sha-miR398a-5p_stu

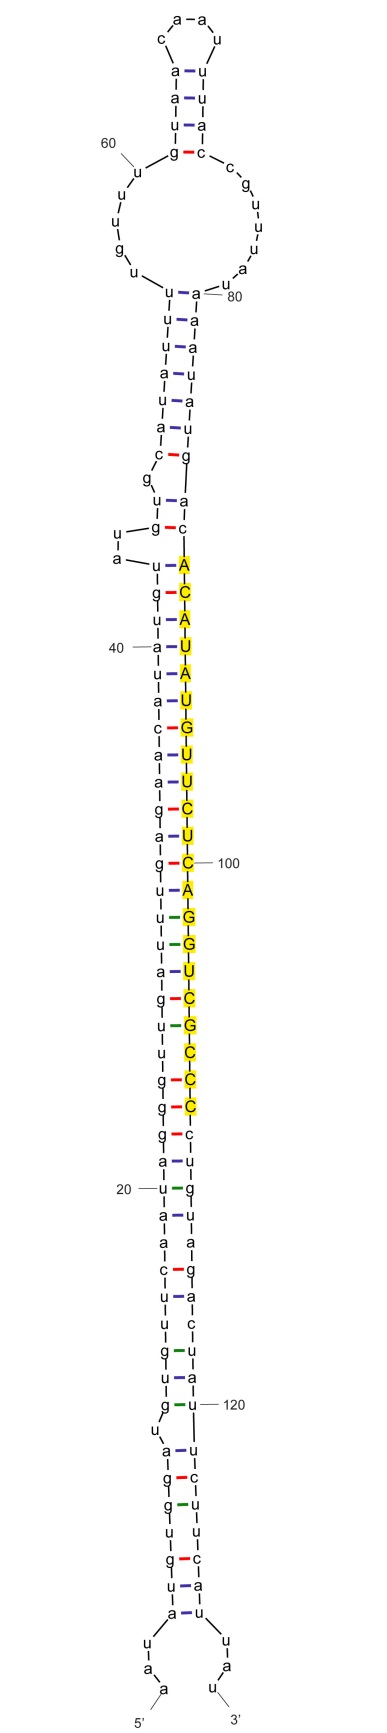

sha-miR398a-p3_cme

sha-miR399

sha-miR399-p5

sha-miR399b_nta

sha-miR399b-p5_nta

sha-miR399g_nta

sha-miR399n-5p_stu

sha-miR408_nta

sha-miR408a-3p_stu

sha-miR408a-5p_stu

sha-miR408b-5p_stu

sha-miR482a

sha-miR482a_ghr

sha-miR482a-5p_stu

sha-miR482b

sha-miR482c_stu

sha-miR482c-p5_stu

sha-miR482d-5p_stu

sha-miR530_stu

sha-miR530a_cme

sha-miR827_nta

sha-miR827-5p_stu

sha-miR1886a-p3_stu

sha-miR1886a-p5_stu

sha-miR1916-p3

sha-miR1916-p5

sha-miR1917-p3

sha-miR1917-p5

sha-miR1919a

sha-miR1919a-p5

sha-miR1919b

sha-miR1919b-p5

sha-miR1919c

sha-miR1919c-p5

sha-miR3627-3p_stu

sha-miR3627-5p_stu

sha-miR4376

sha-miR4376-p3

sha-miR5300

sha-miR5300-p3

sha-miR5301

sha-miR5301-p3

sha-miR6022

sha-miR6022-p5

sha-miR3627-5p_stu

sha-miR3627-5p_stu

sha-miR6023-p3

sha-miR3627-5p_stu

sha-miR3627-5p_stu

sha-miR6022-p5

sha-miR6023-p5

sha-miR6024

sha-miR6024-5p_stu

sha-miR6025_stu

sha-miR6025-p3_stu

sha-miR6026

sha-miR6026-5p_stu

sha-miR6027

sha-miR6027-p5

sha-miR7981-3p_stu

sha-miR7981-p5_stu

sha-miR7982a-p3_stus

sha-miR7982a-p5_stu

sha-miR7983-p3_stu

sha-miR7983-p5_stu

sha-miR8007a-5p_stu

sha-miR8007a-p3_stu

# Supplementary material for: Identification of chilling stress-responsive tomato microRNAs and their target genes by high-throughput sequencing and degradome analysis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1130. doi: 10.1186/1471-2164-15-1130
**Supplement:** Supplementary file 4 — Additional file 4: Figure S2: - Secondary structures of 236 putative novel miRNAs identified in the CT and NT libraries. The mature miRNAs sequences are underlined in yellow.

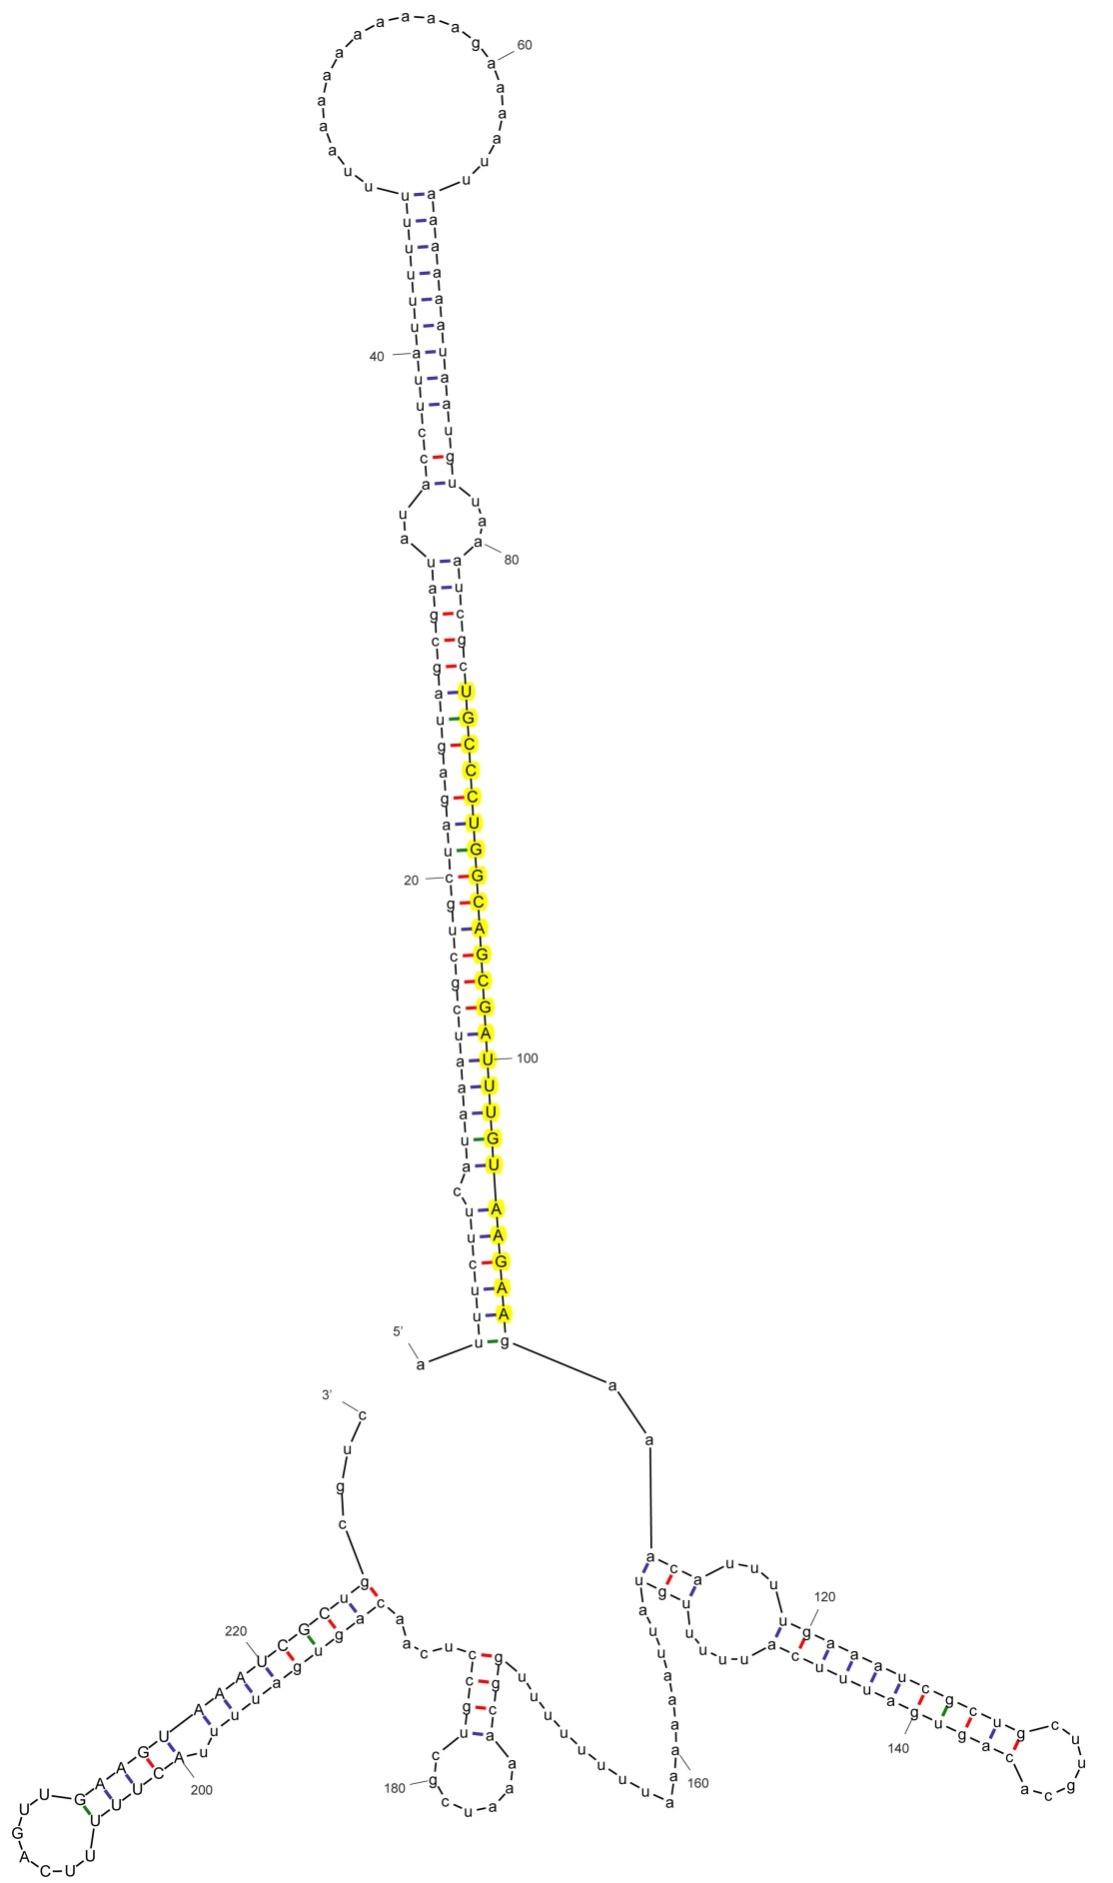

PC-1-5p

PC-2-5p

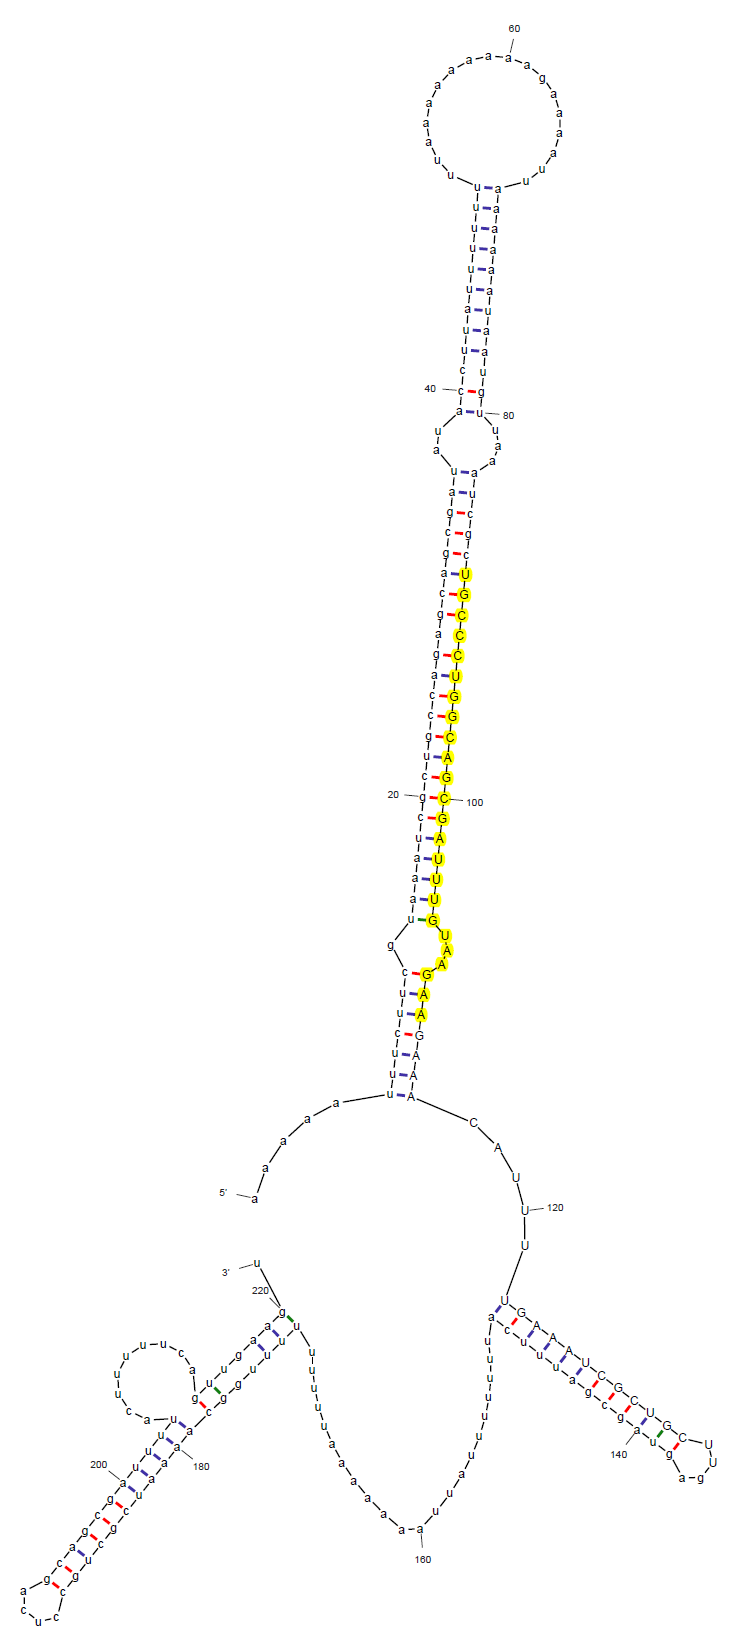

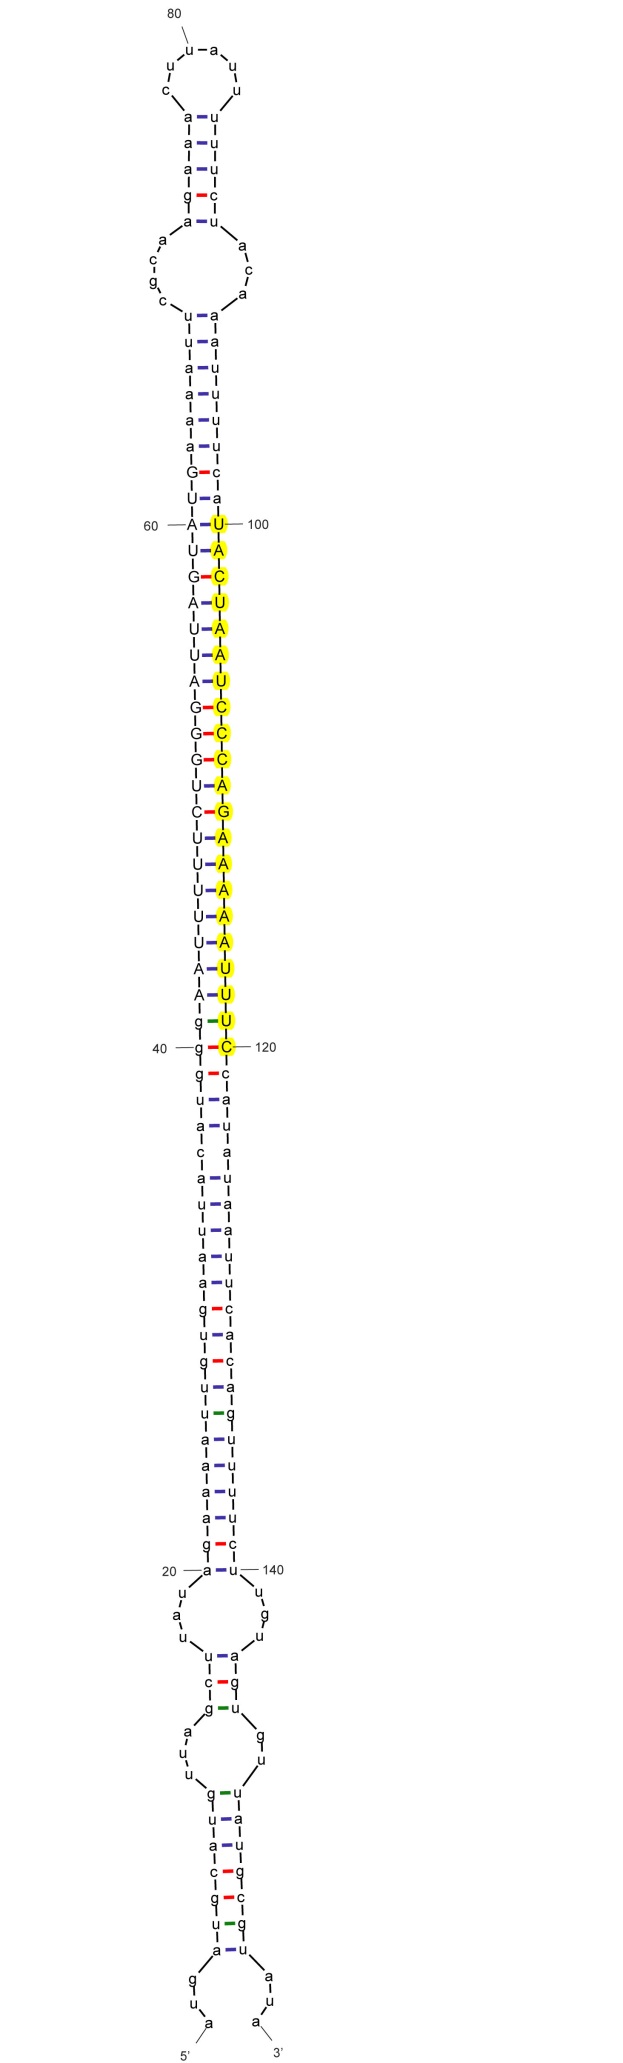

PC-3-3p

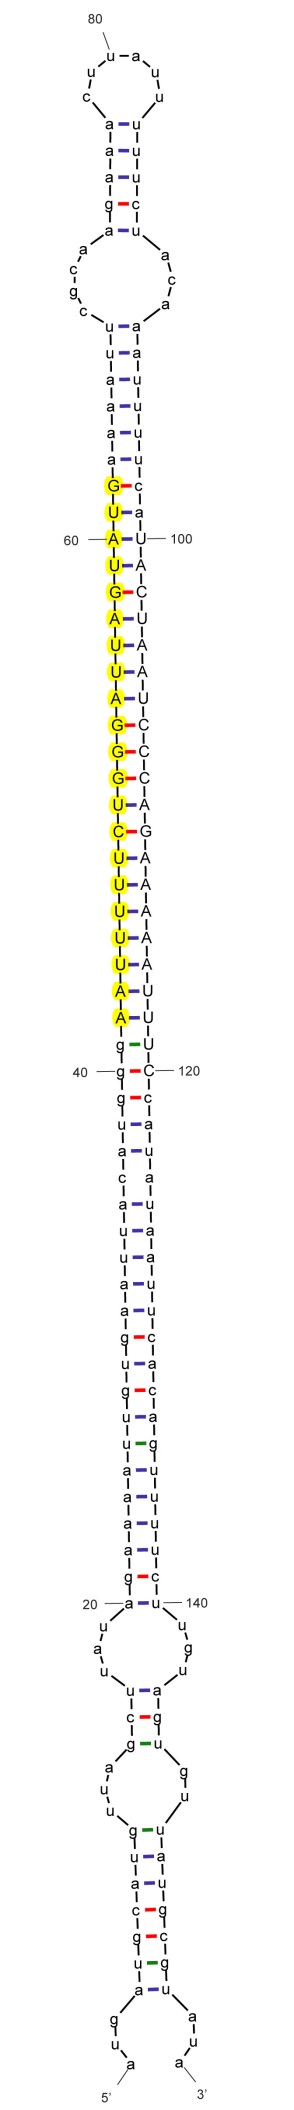

PC-3-5p

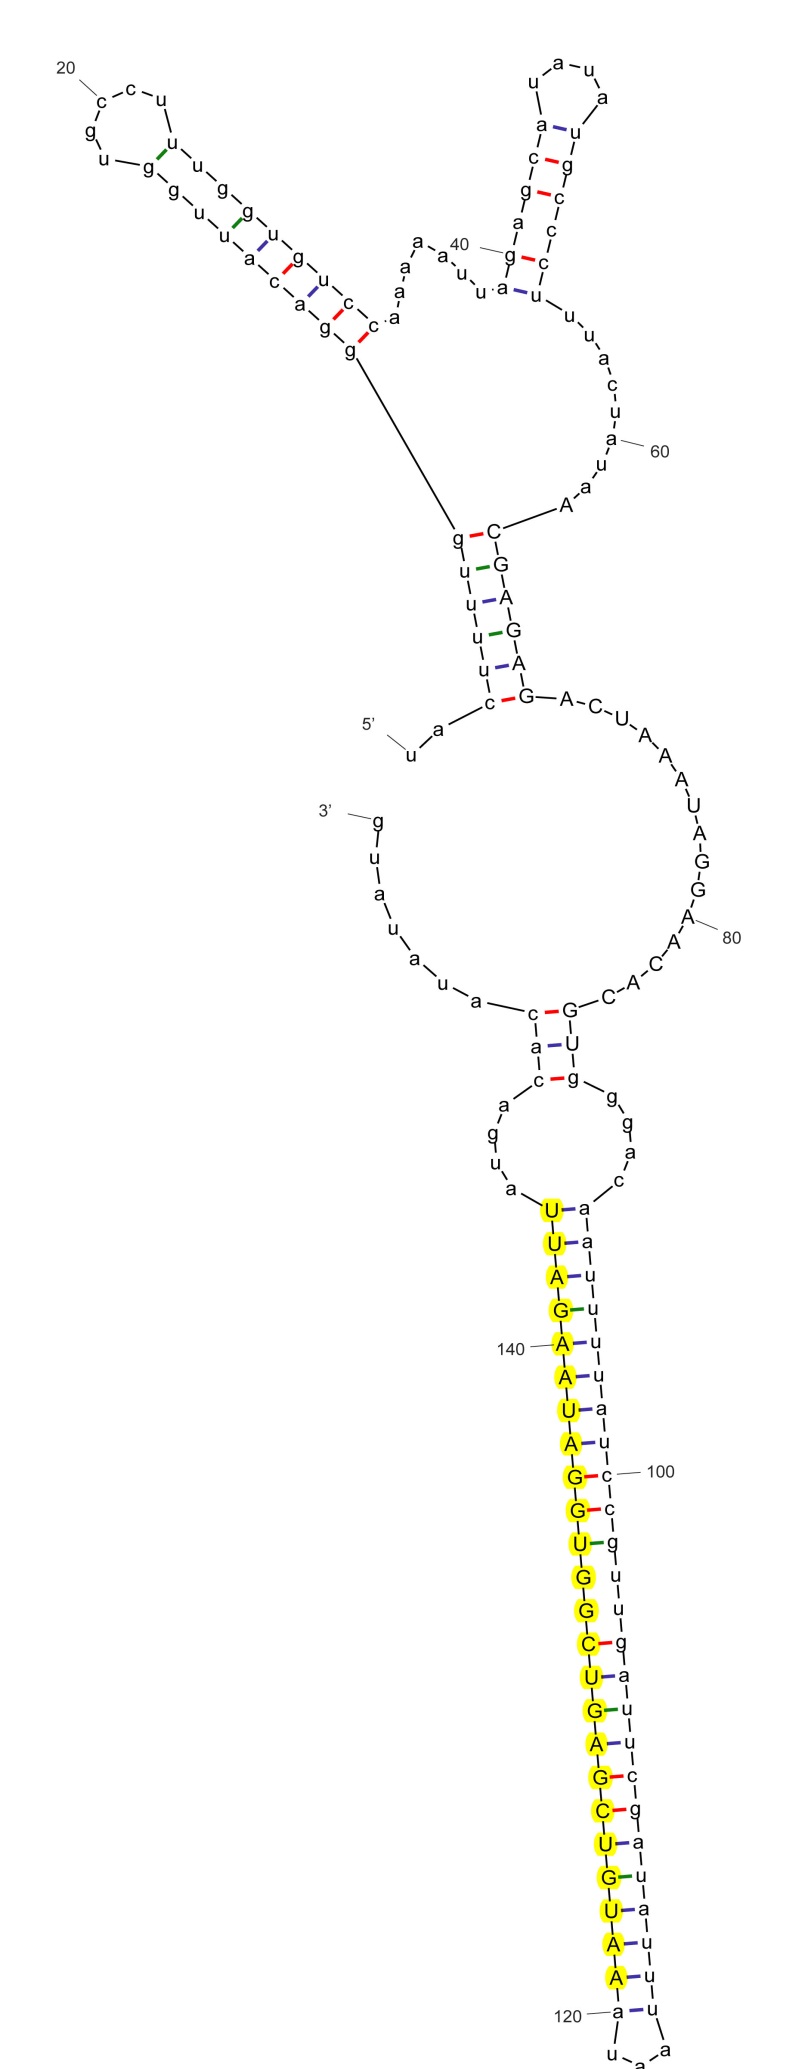

PC-4-3p

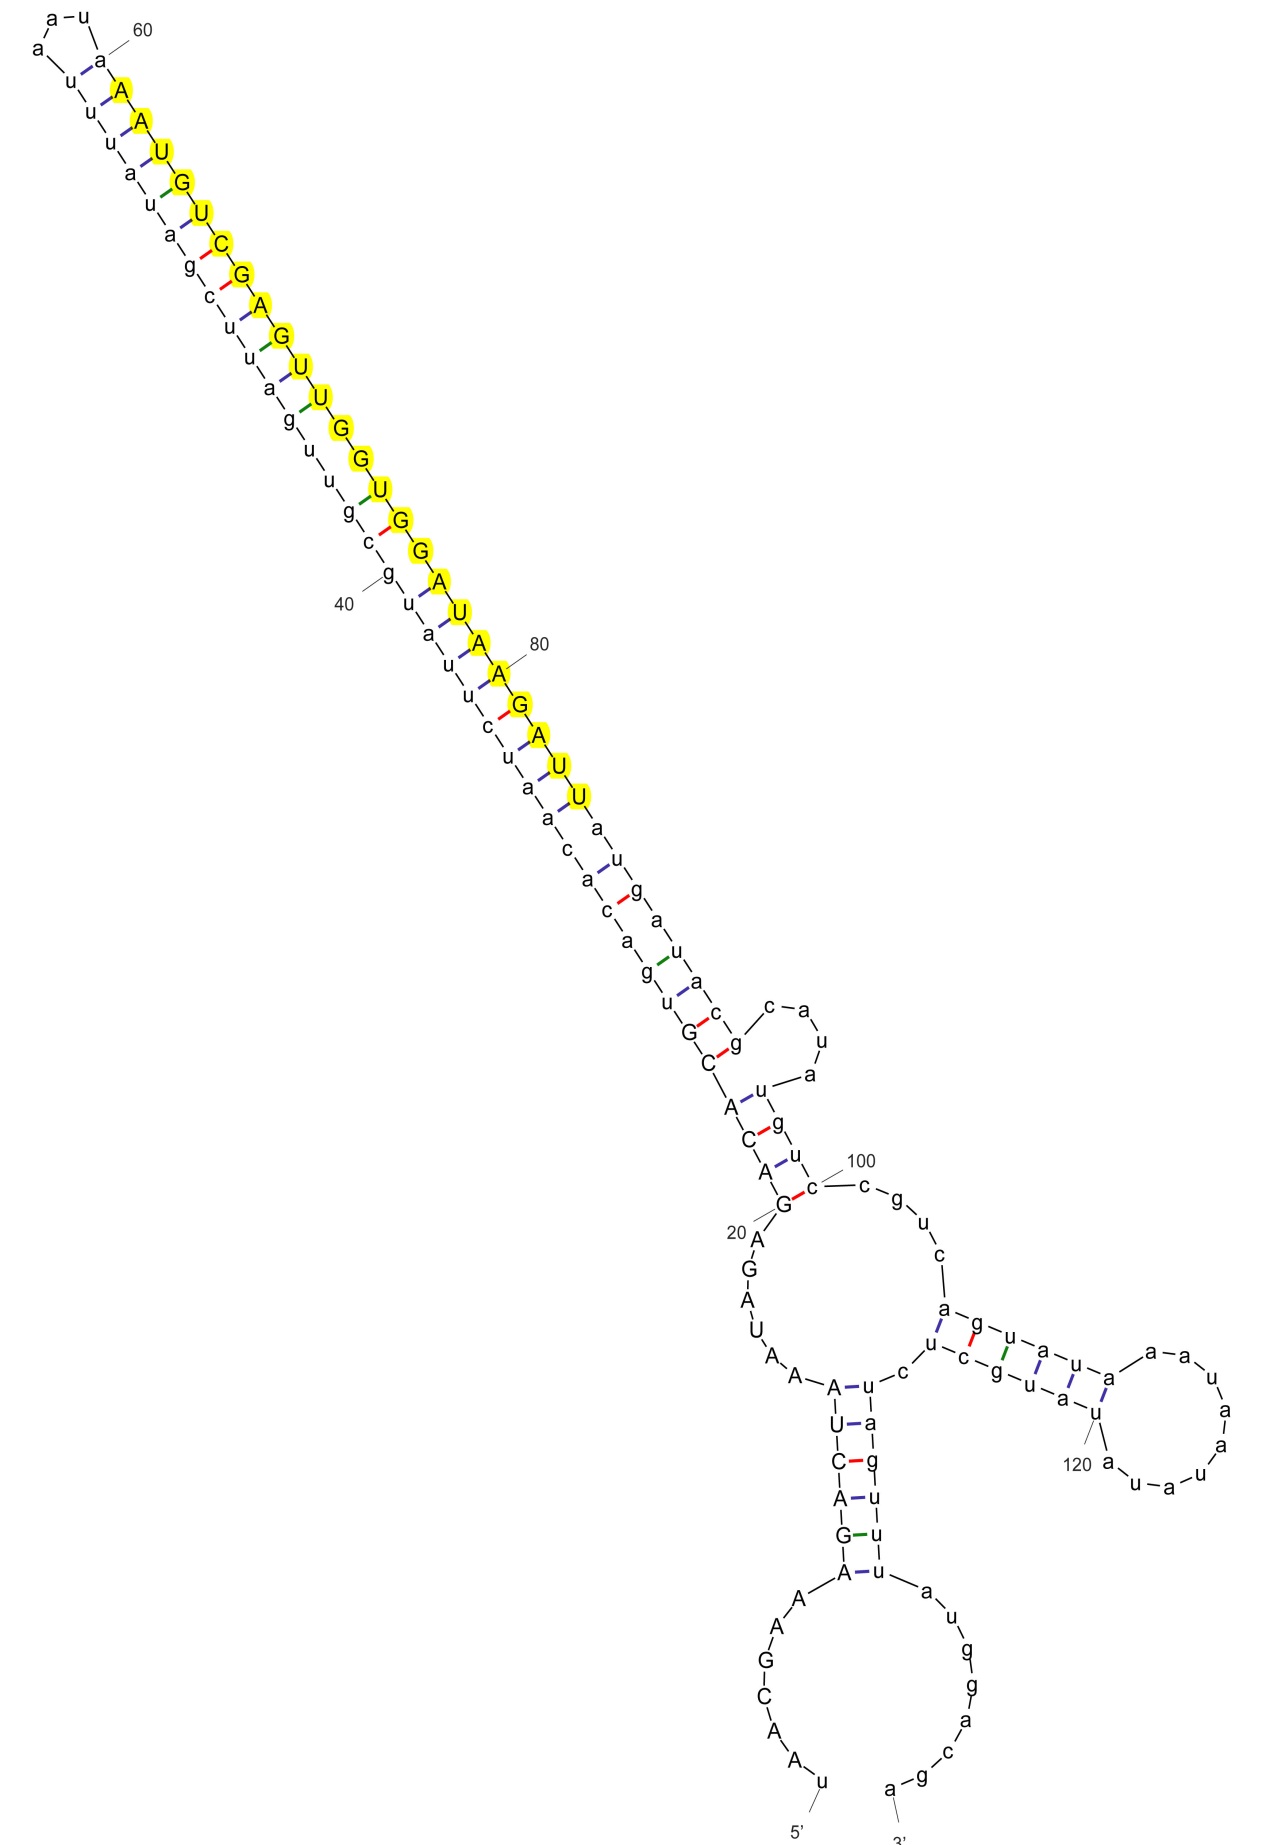

PC-5-3p

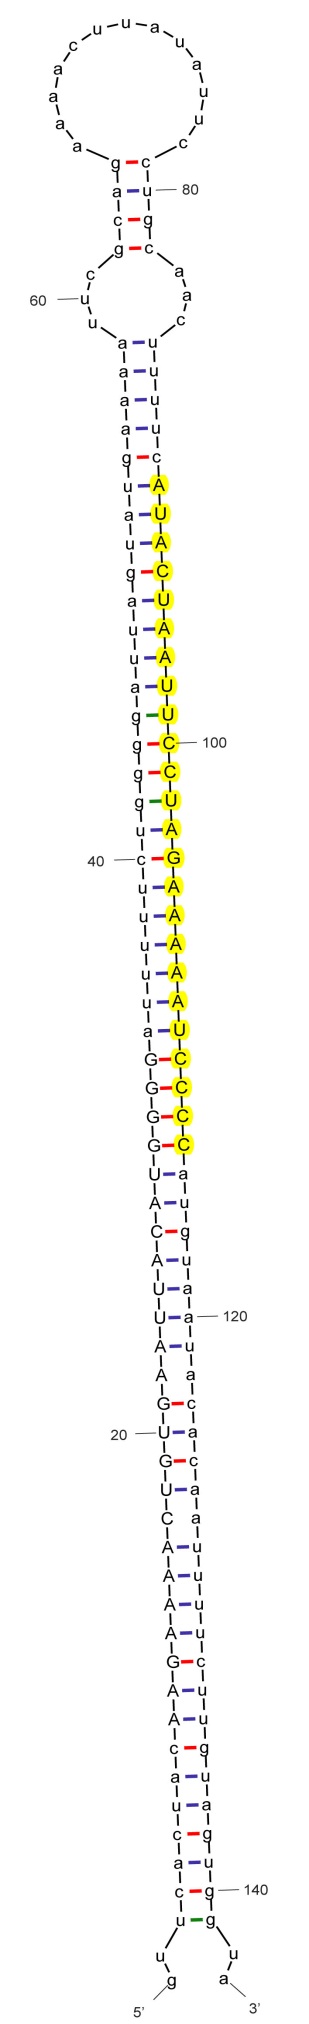

PC-6-3p

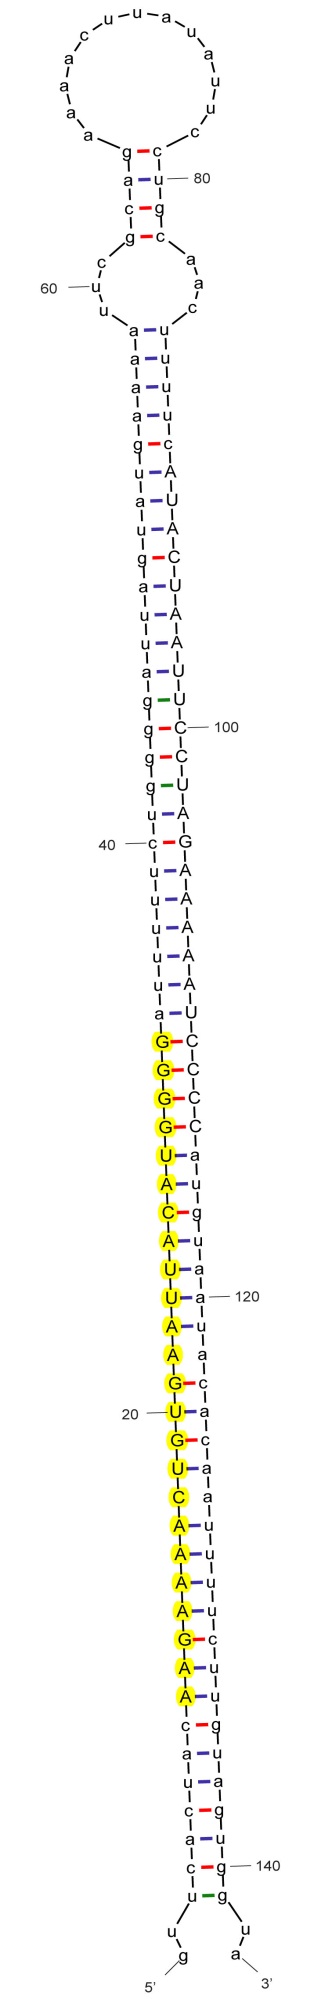

PC-6-5p

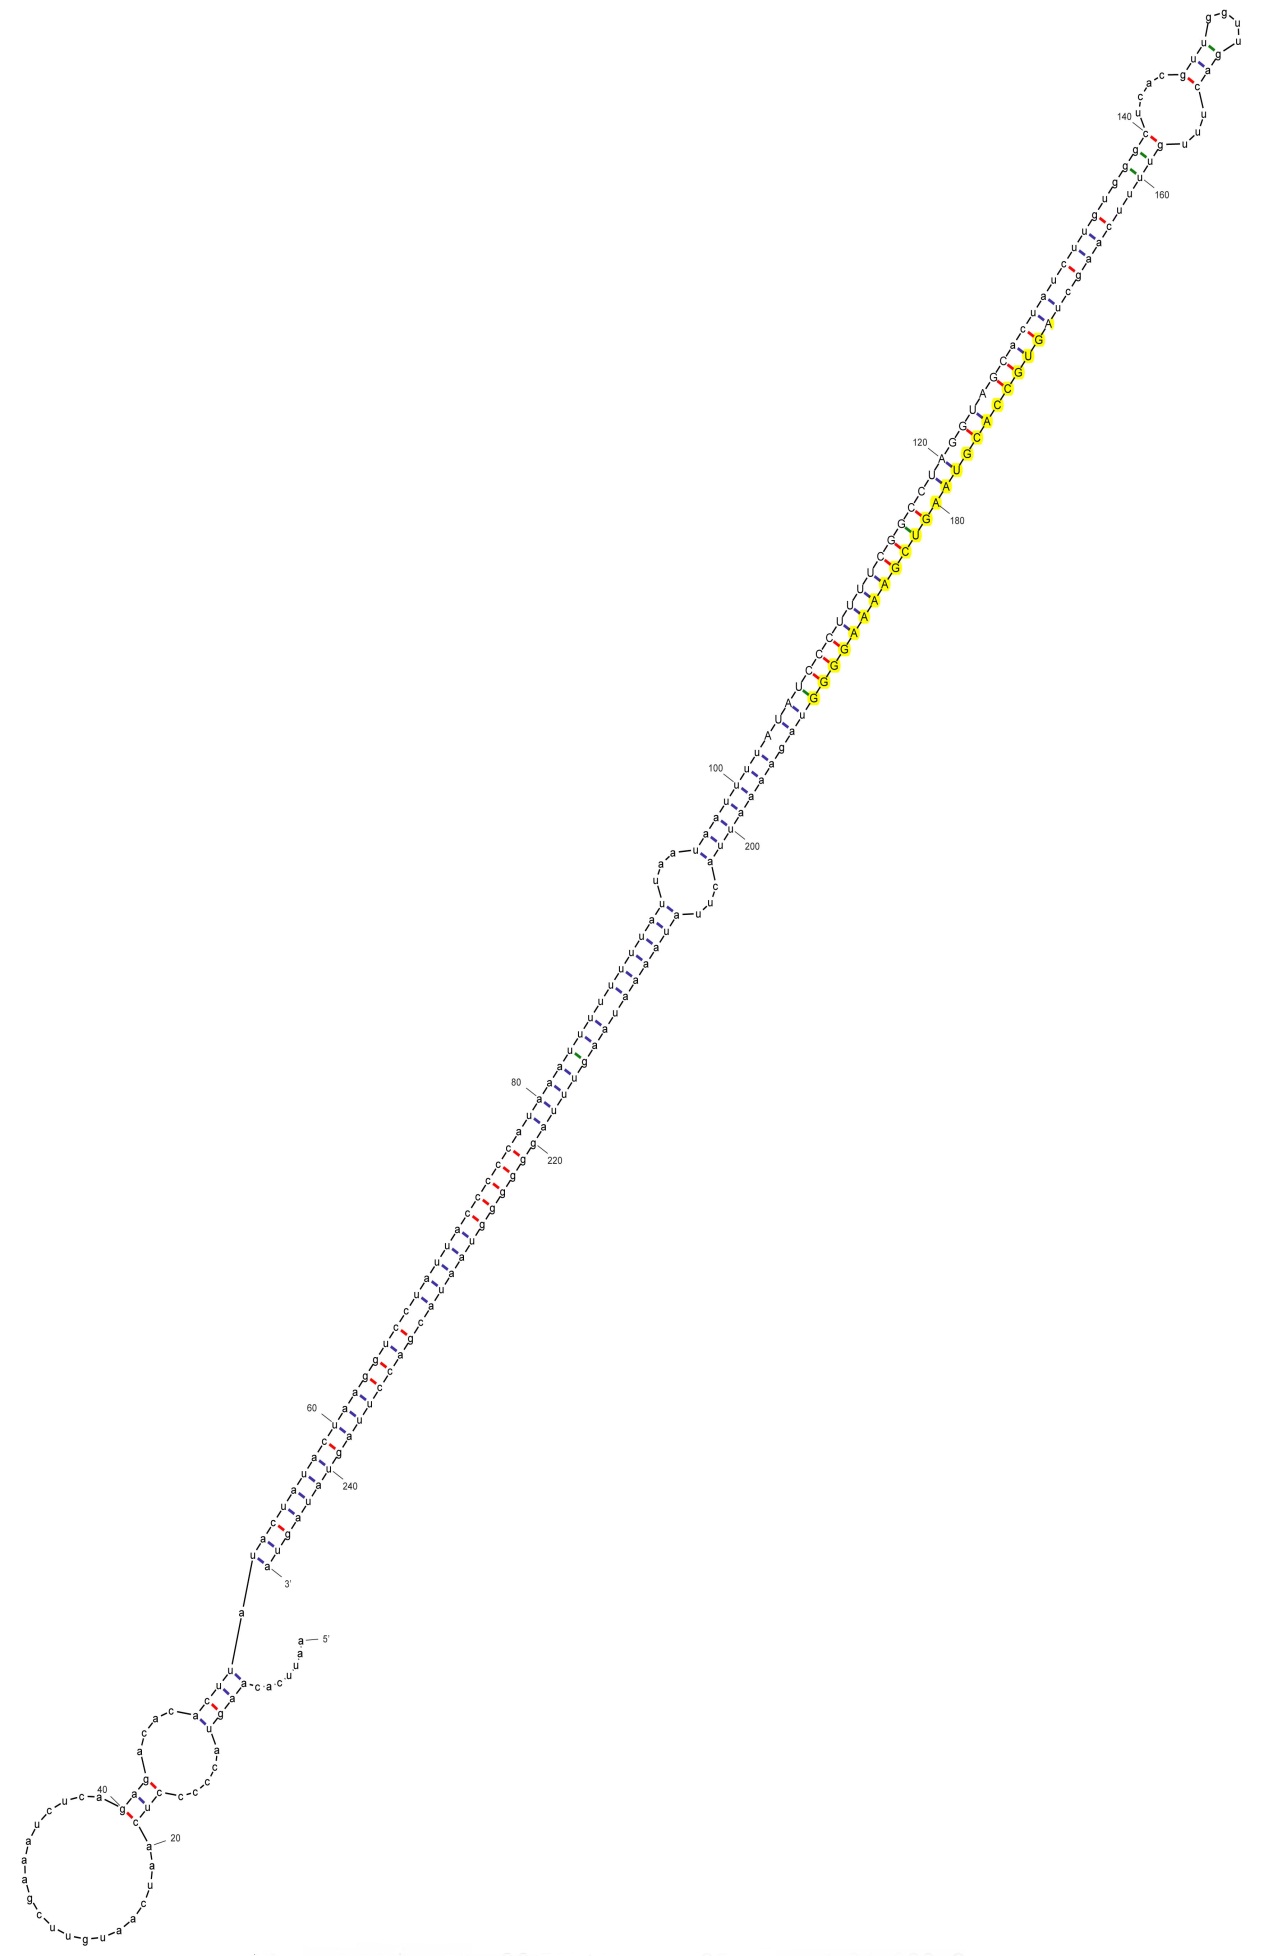

PC-7-3p

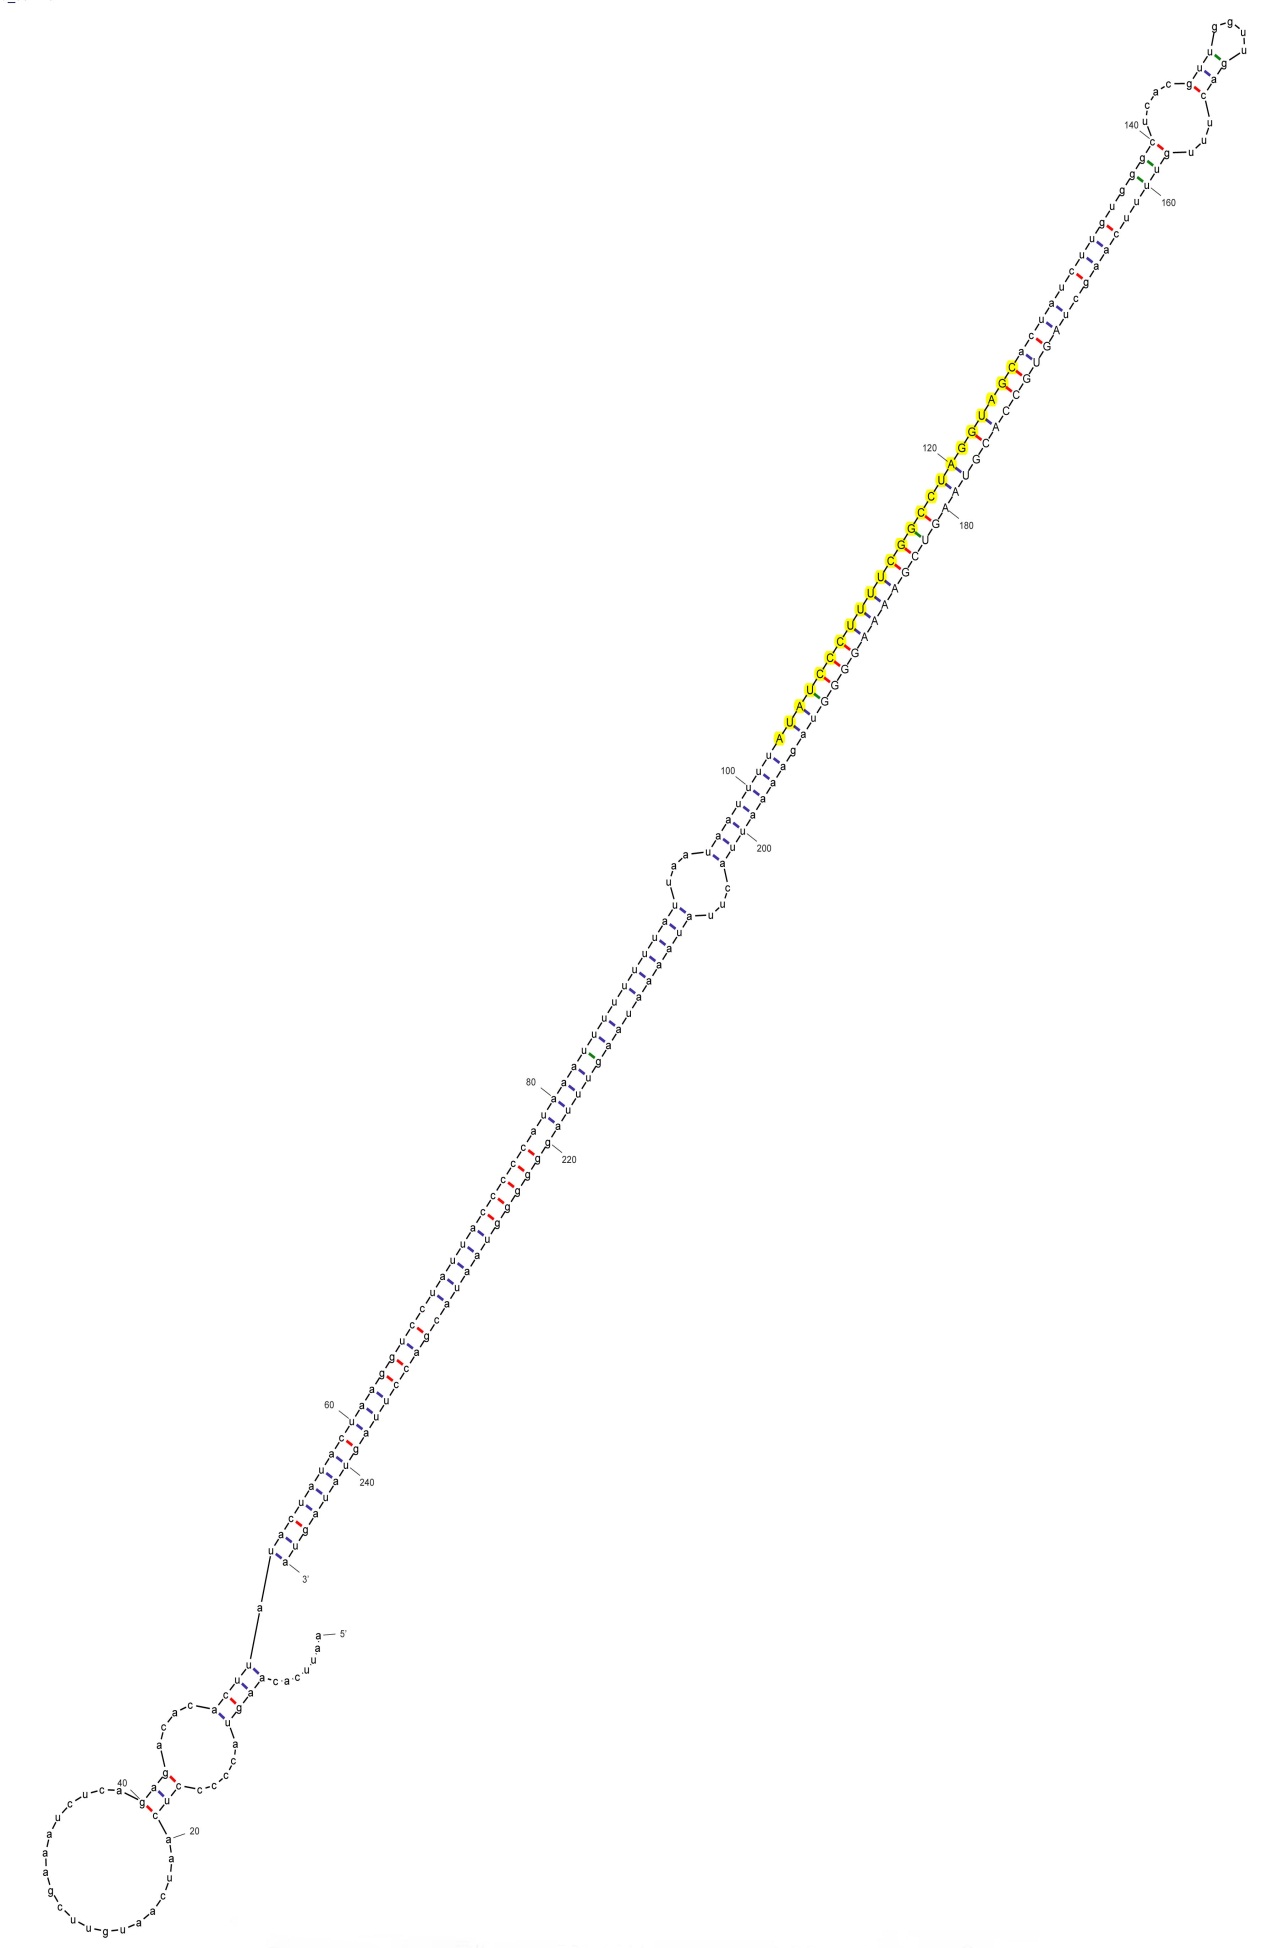

PC-7-5p

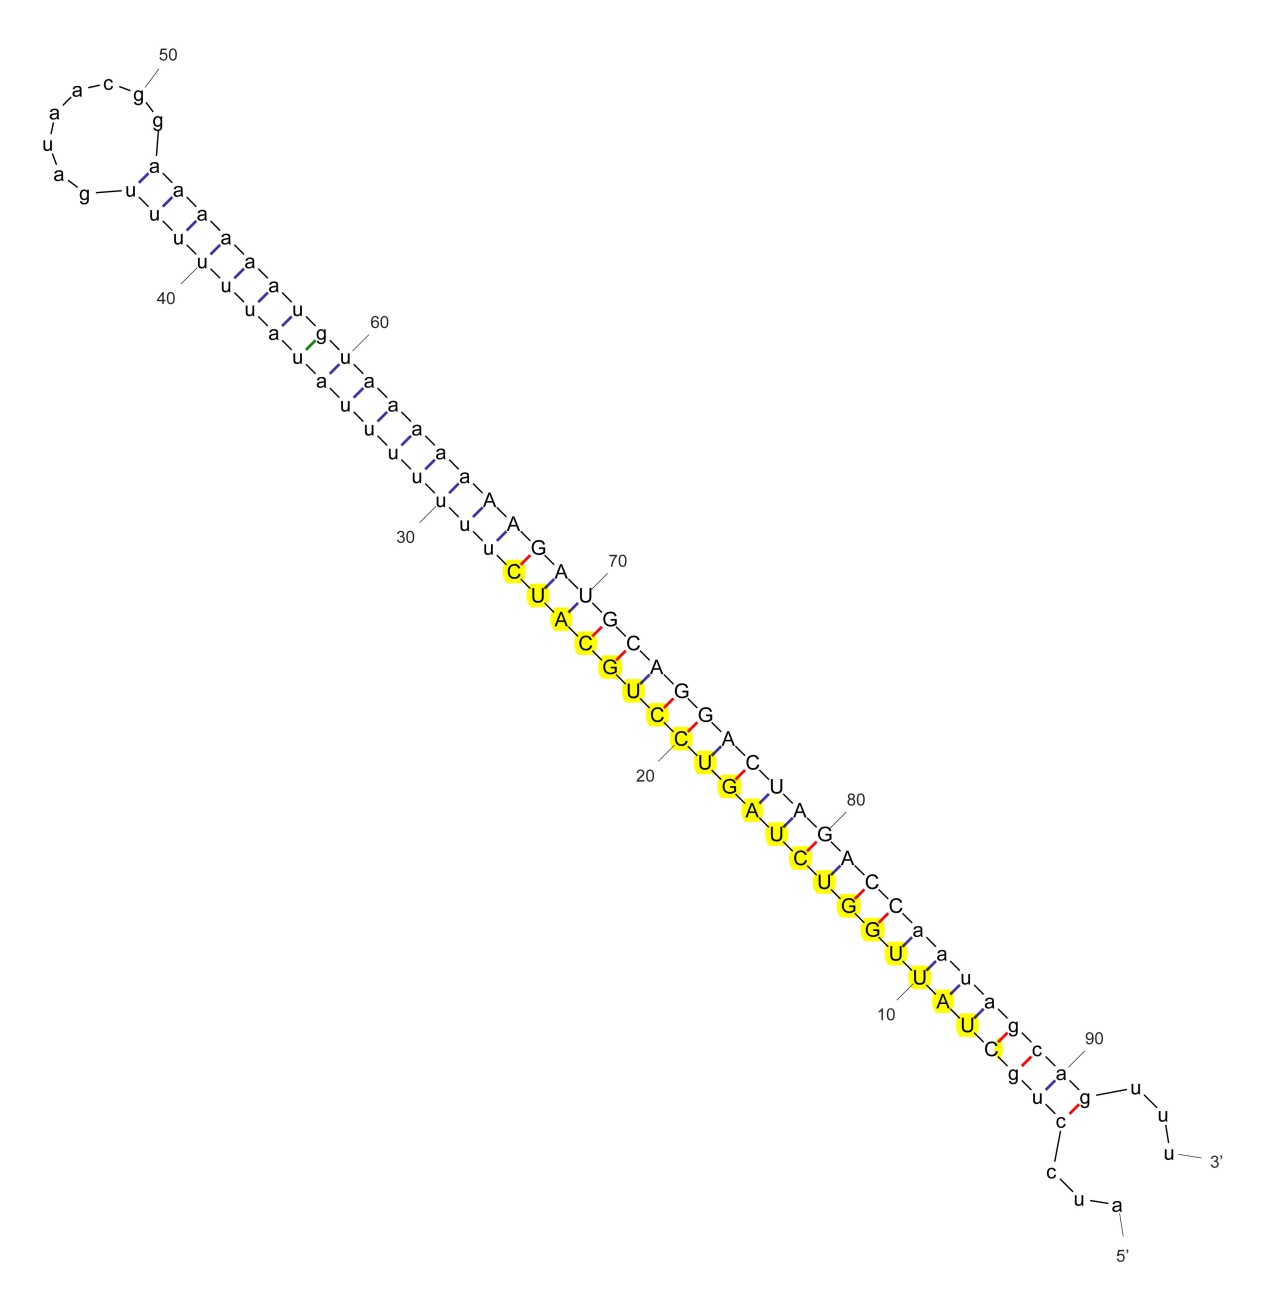

PC-8-5p

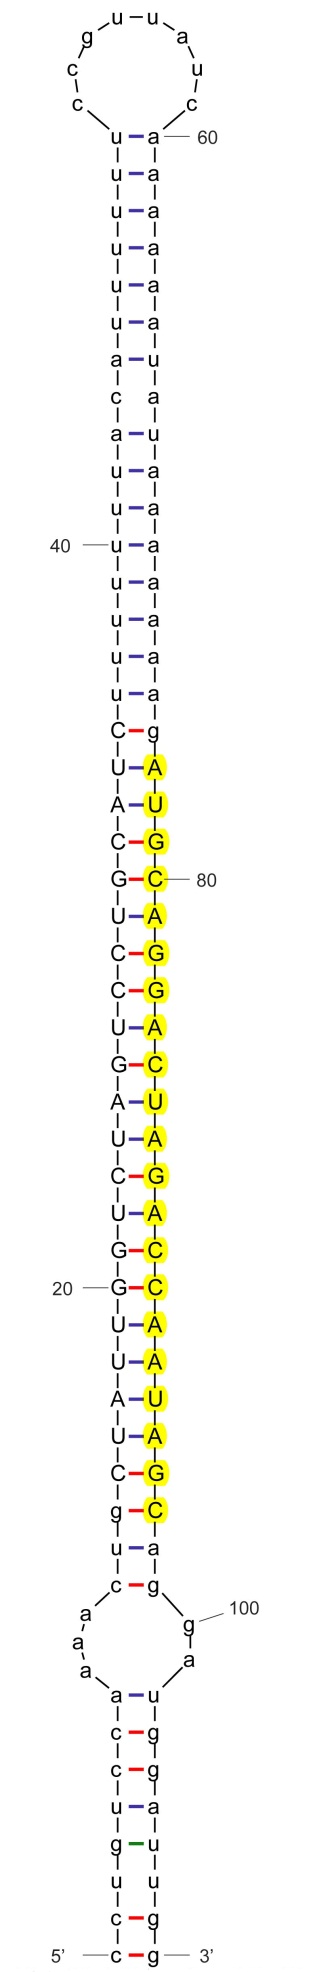

PC-9-3p

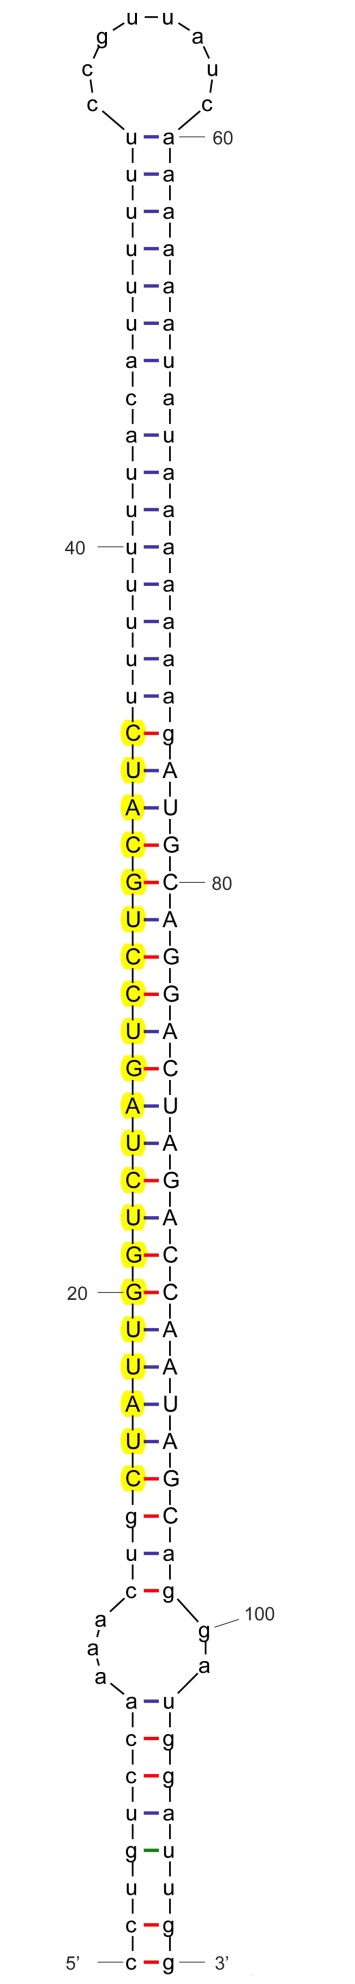

PC-9-5p

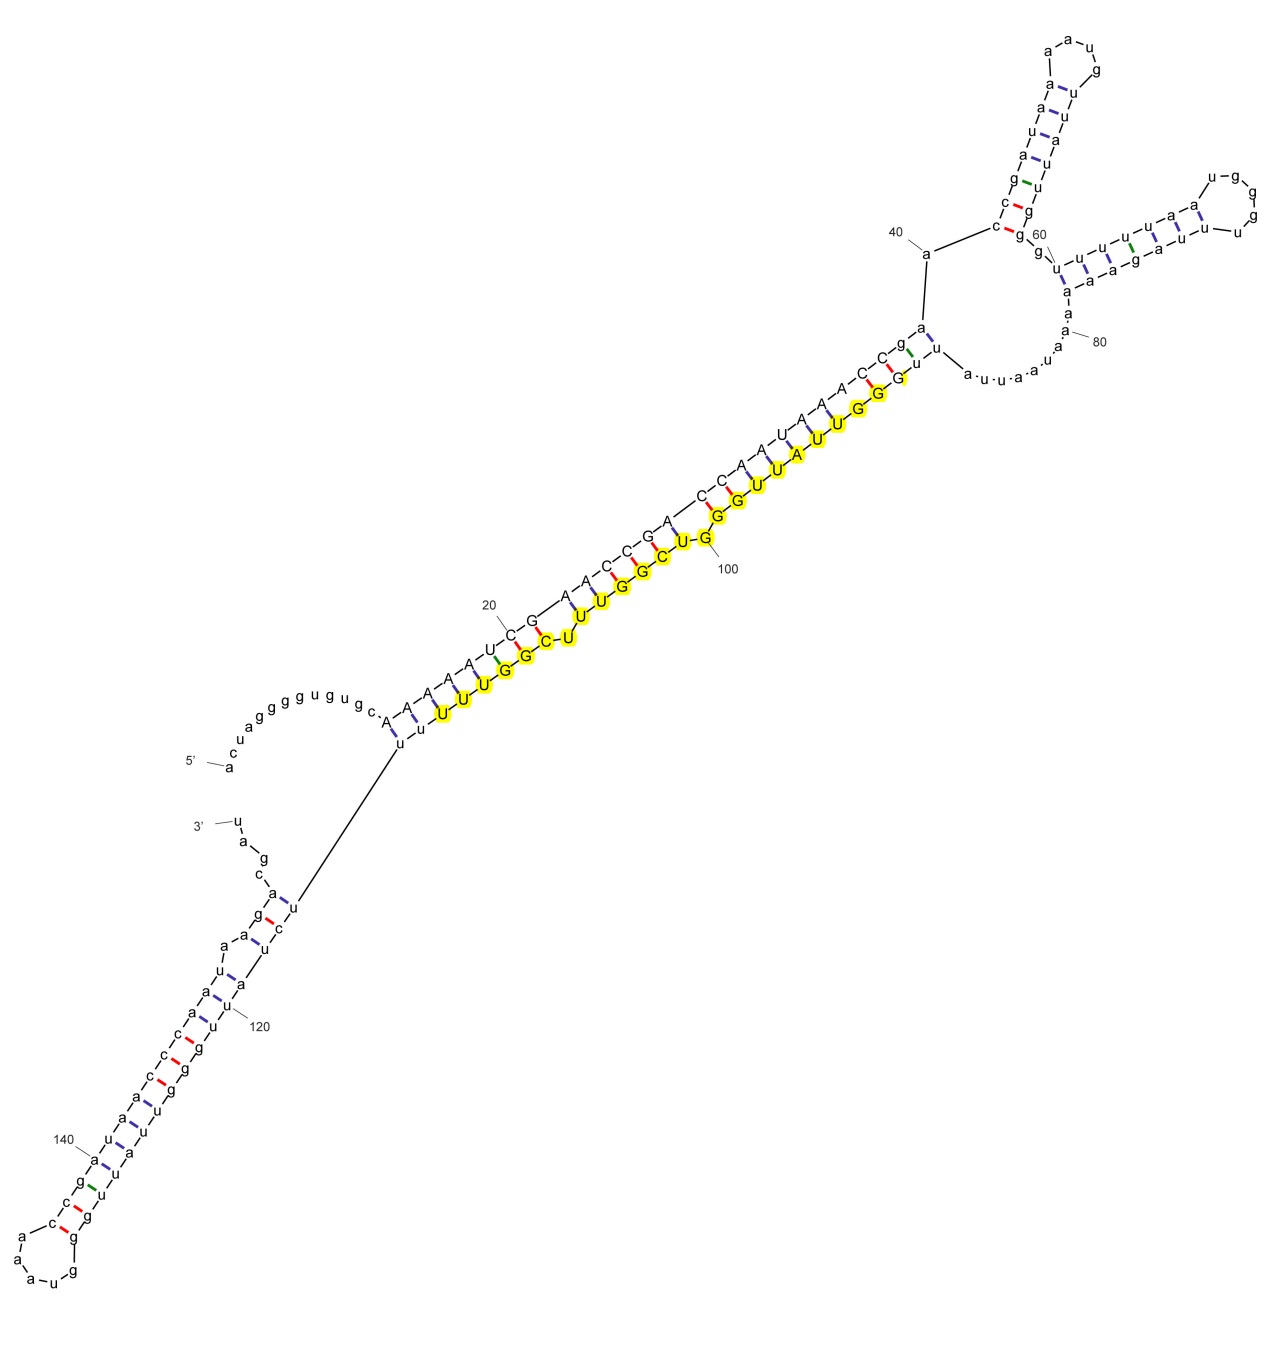

PC-10-3p

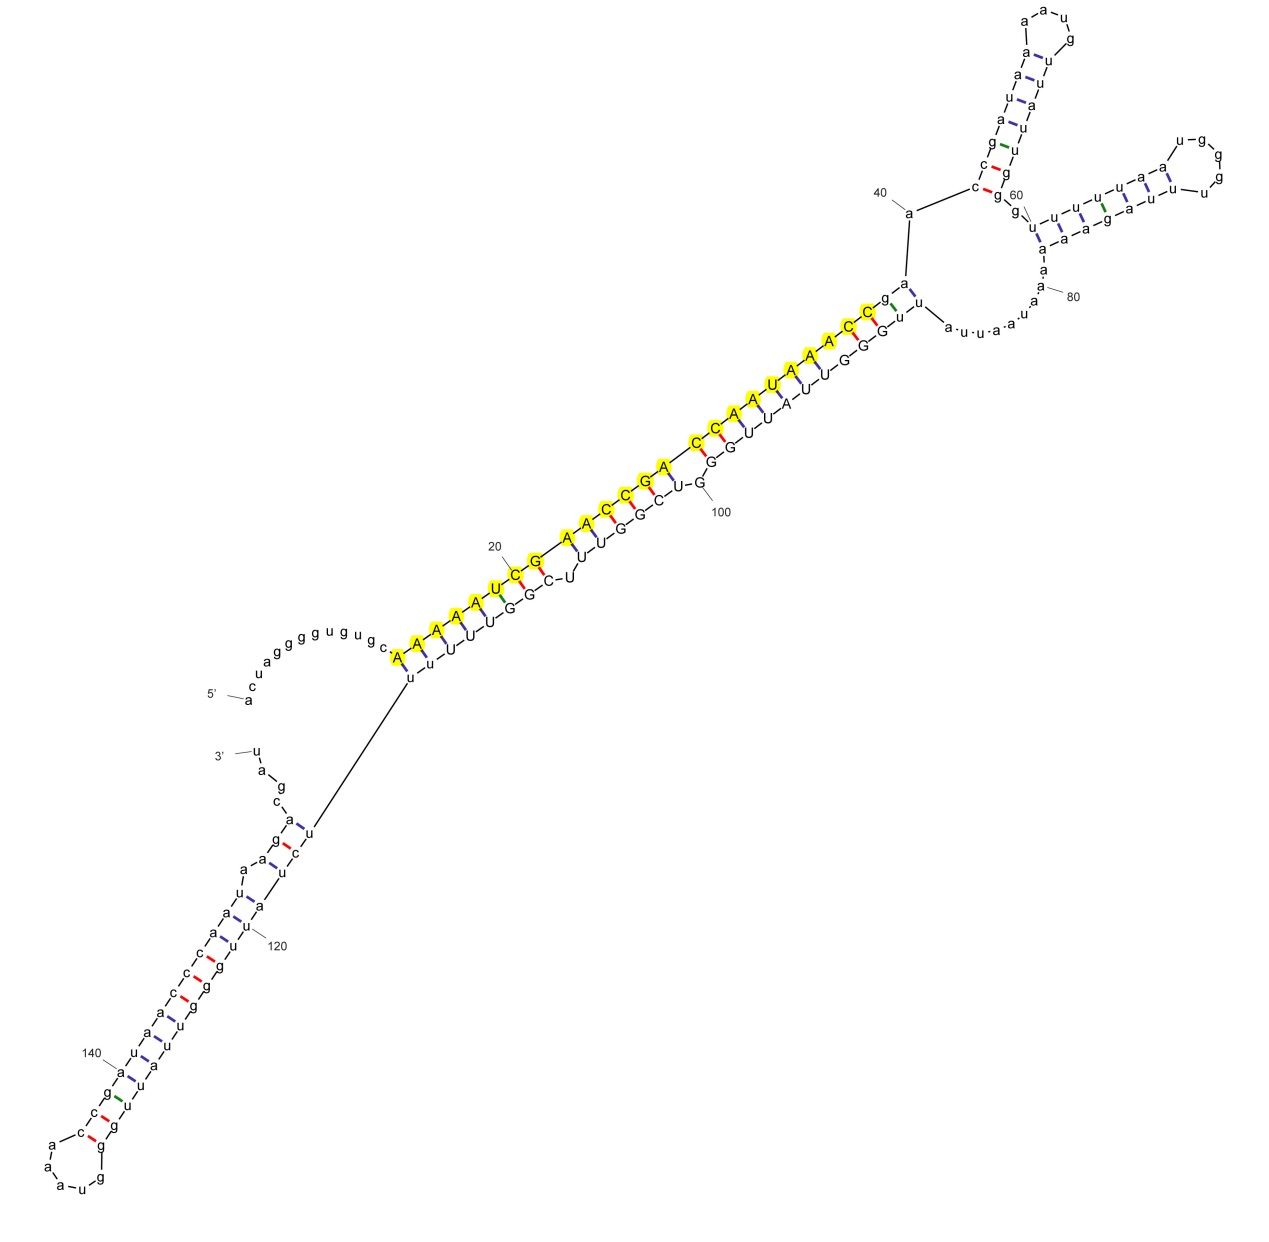

PC-10-5p

PC-10-3p

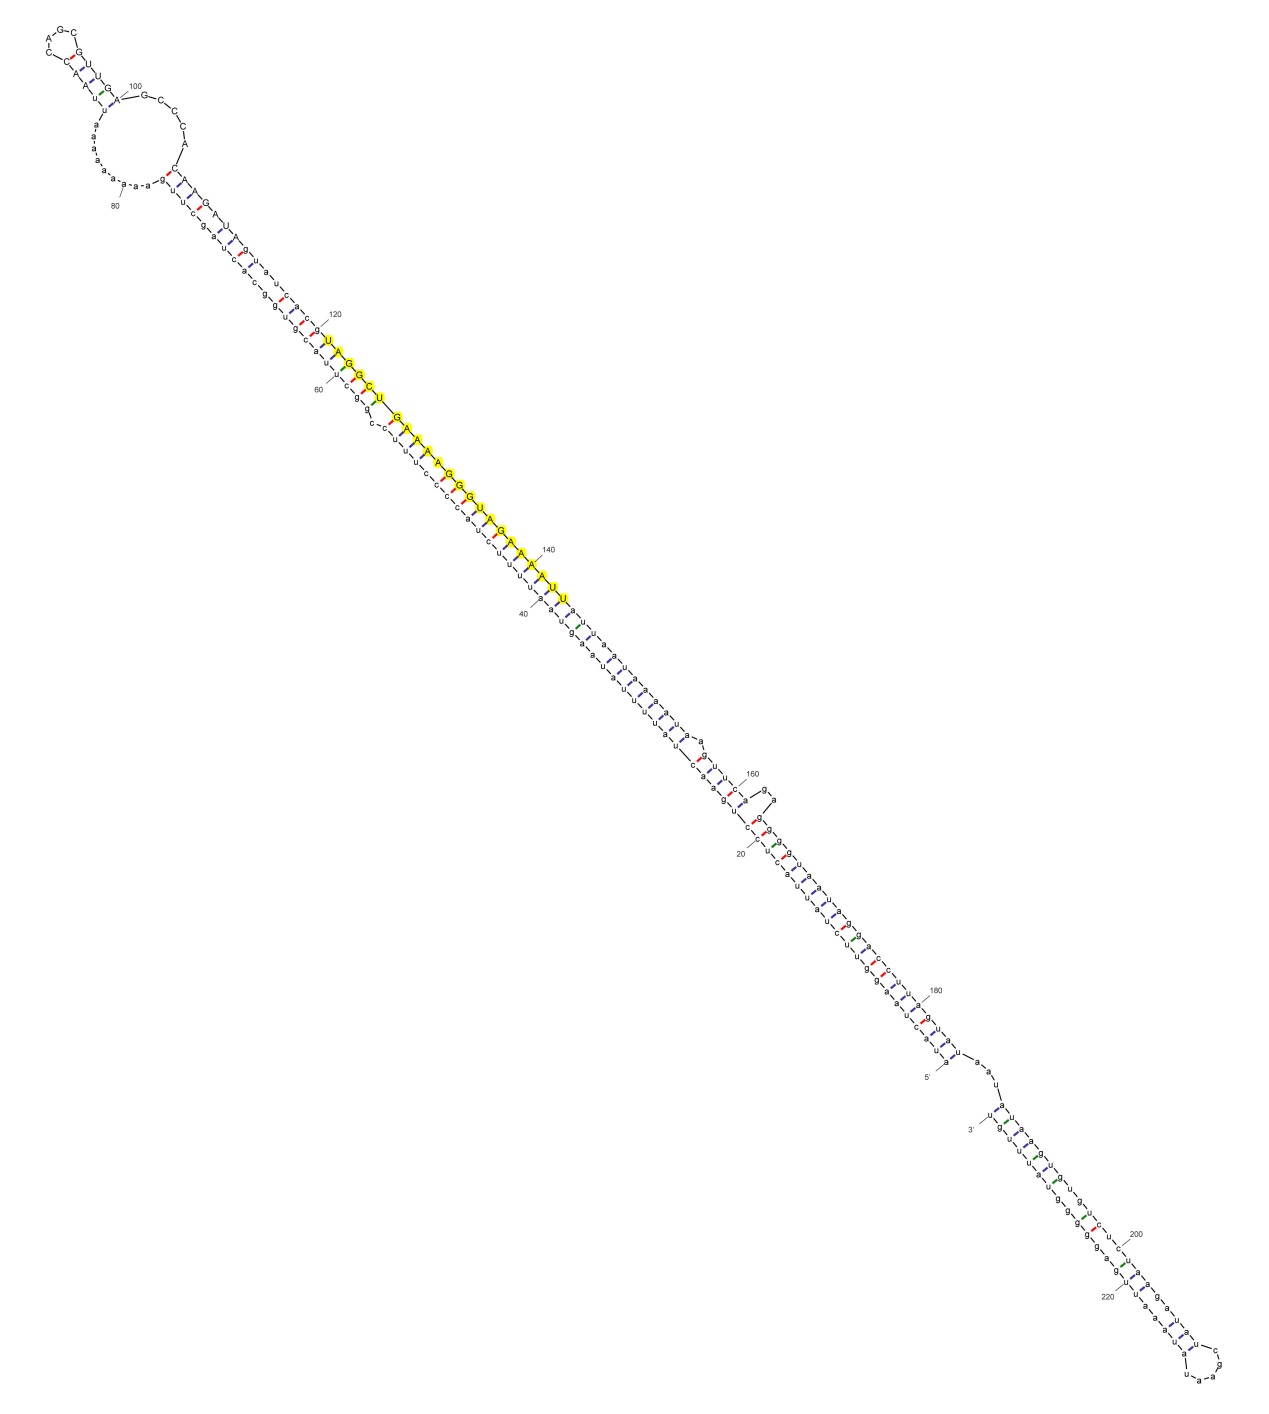

PC-11-3p

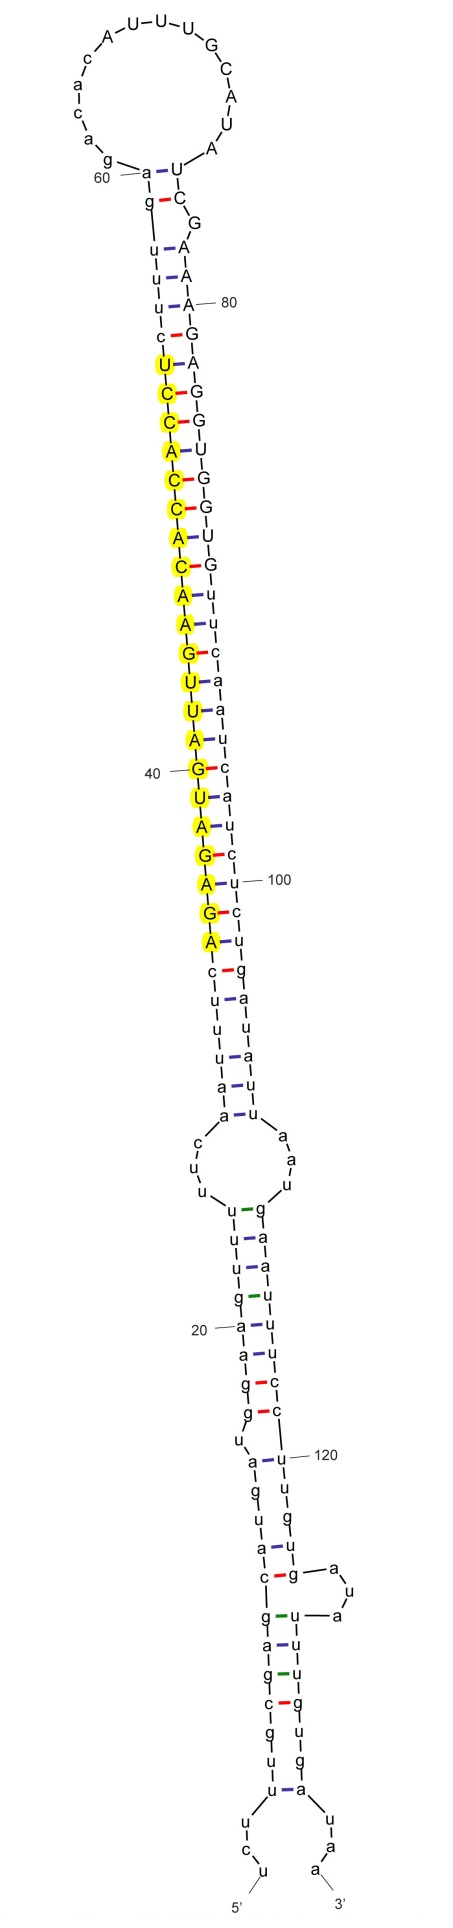

PC-12-5p

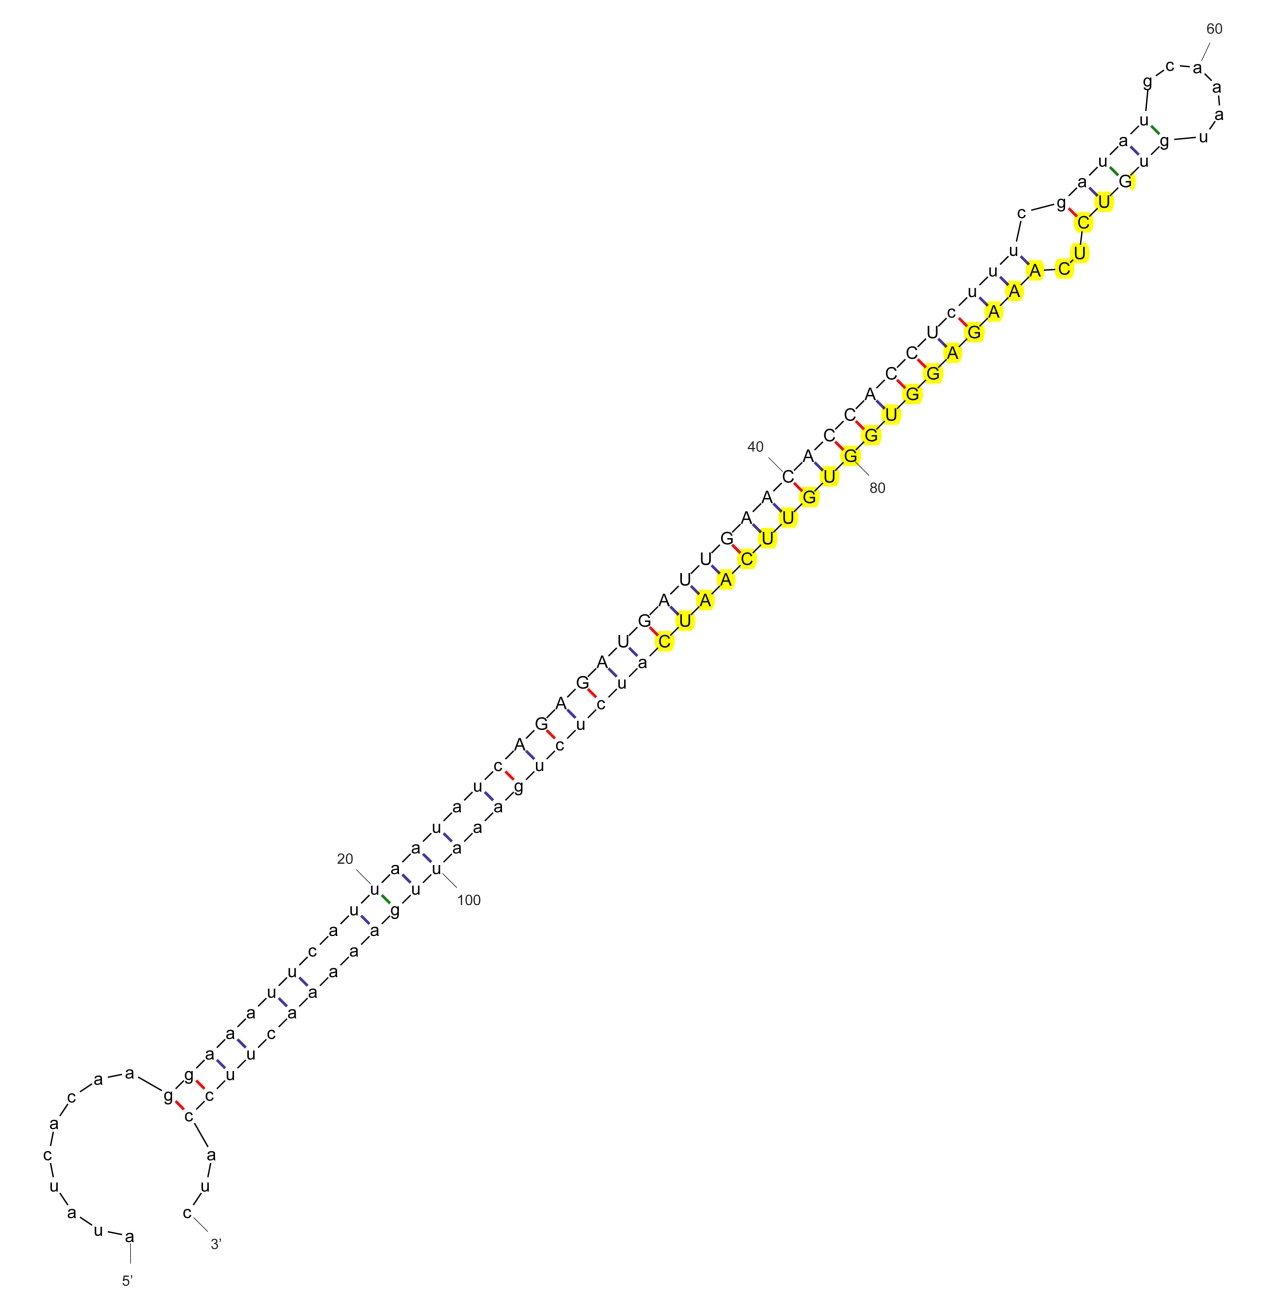

PC-13-3p

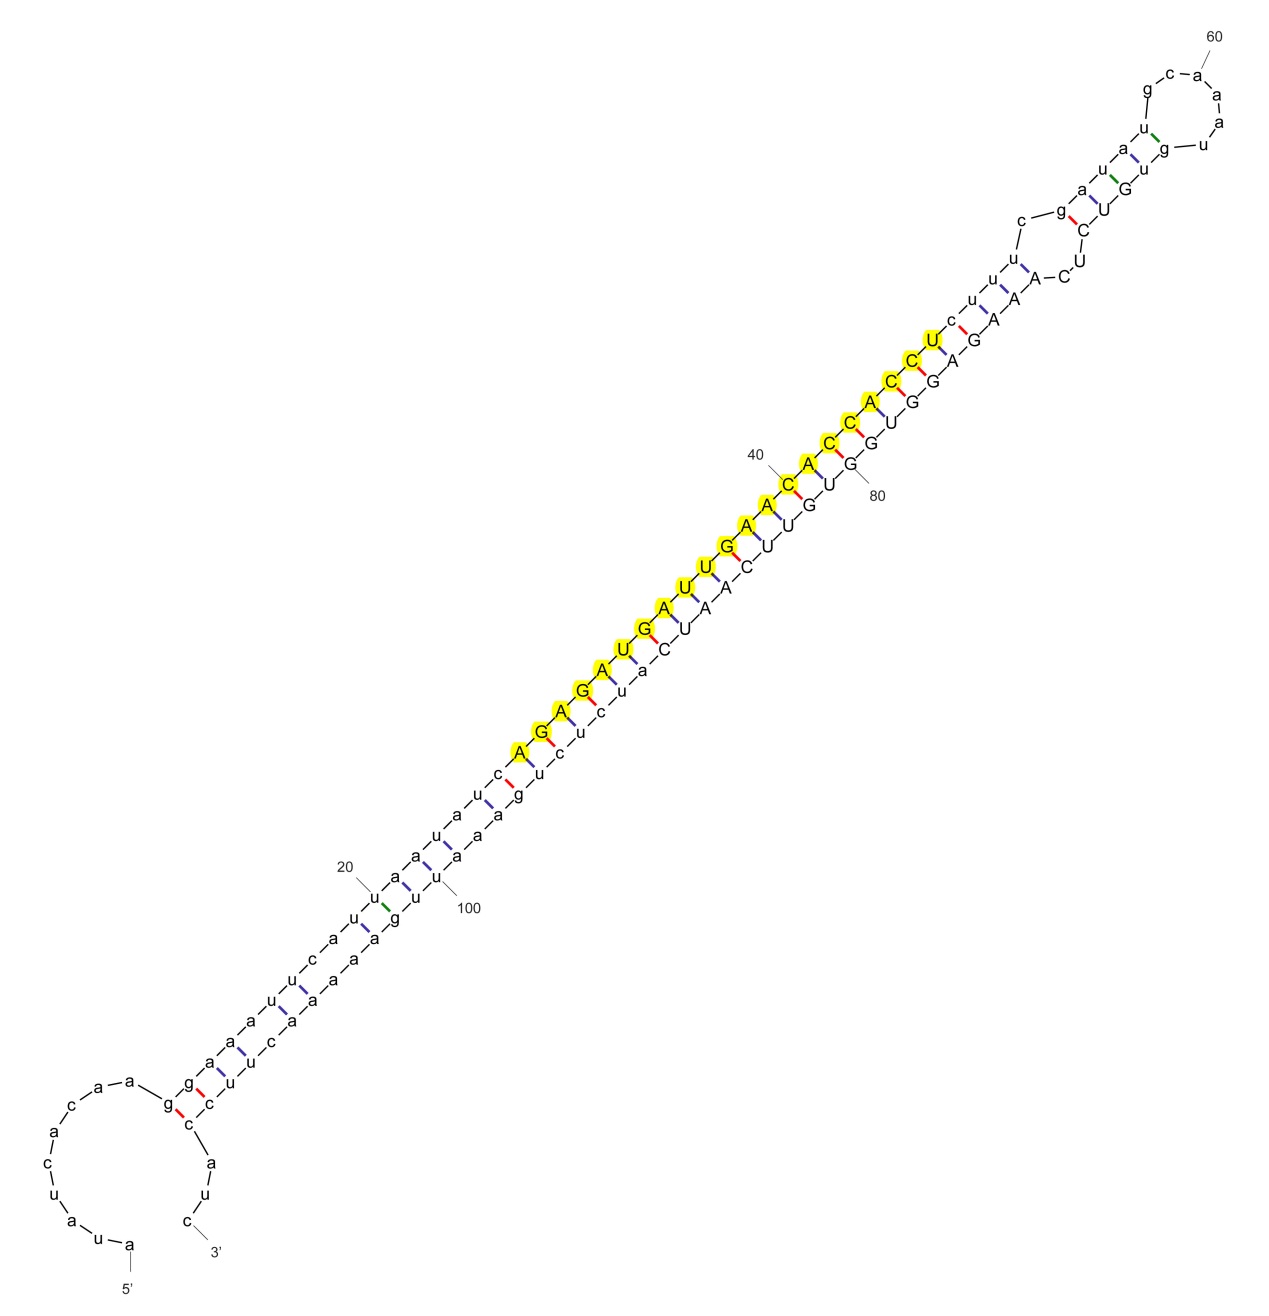

PC-13-5p

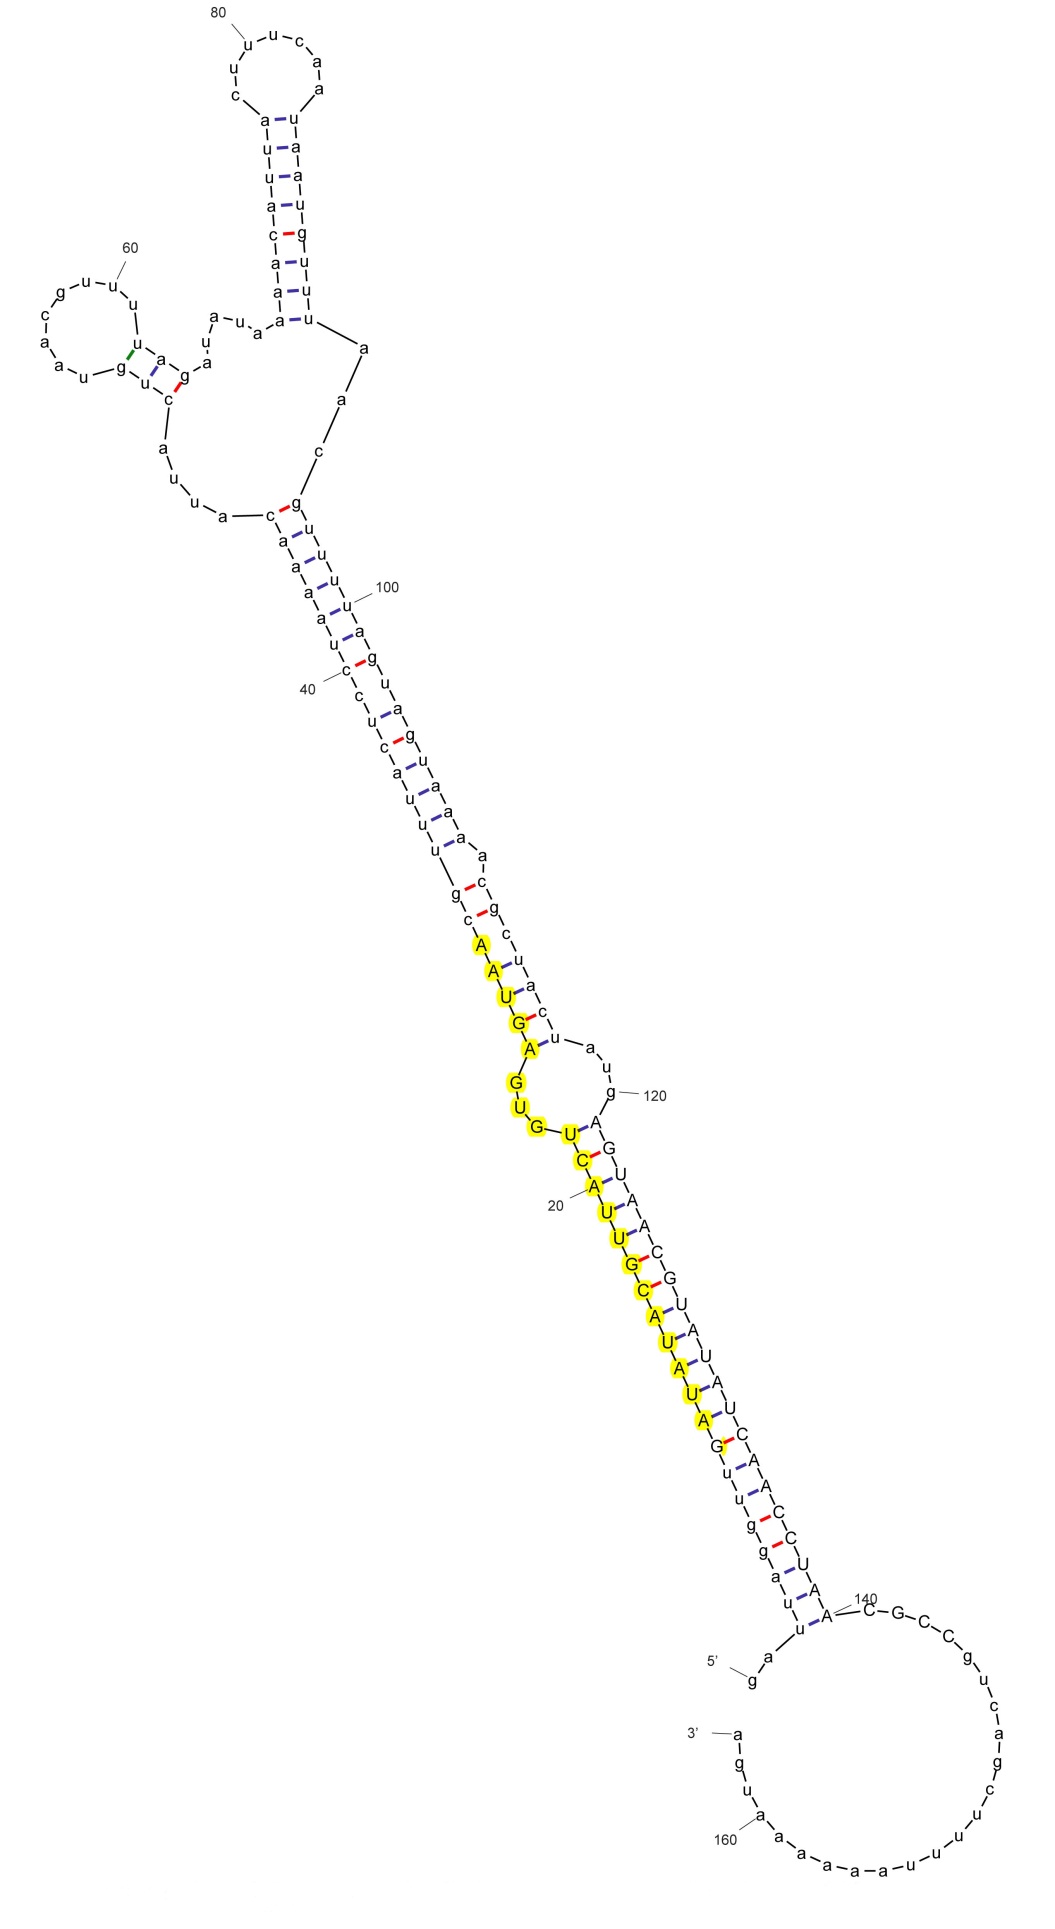

PC-14-5p

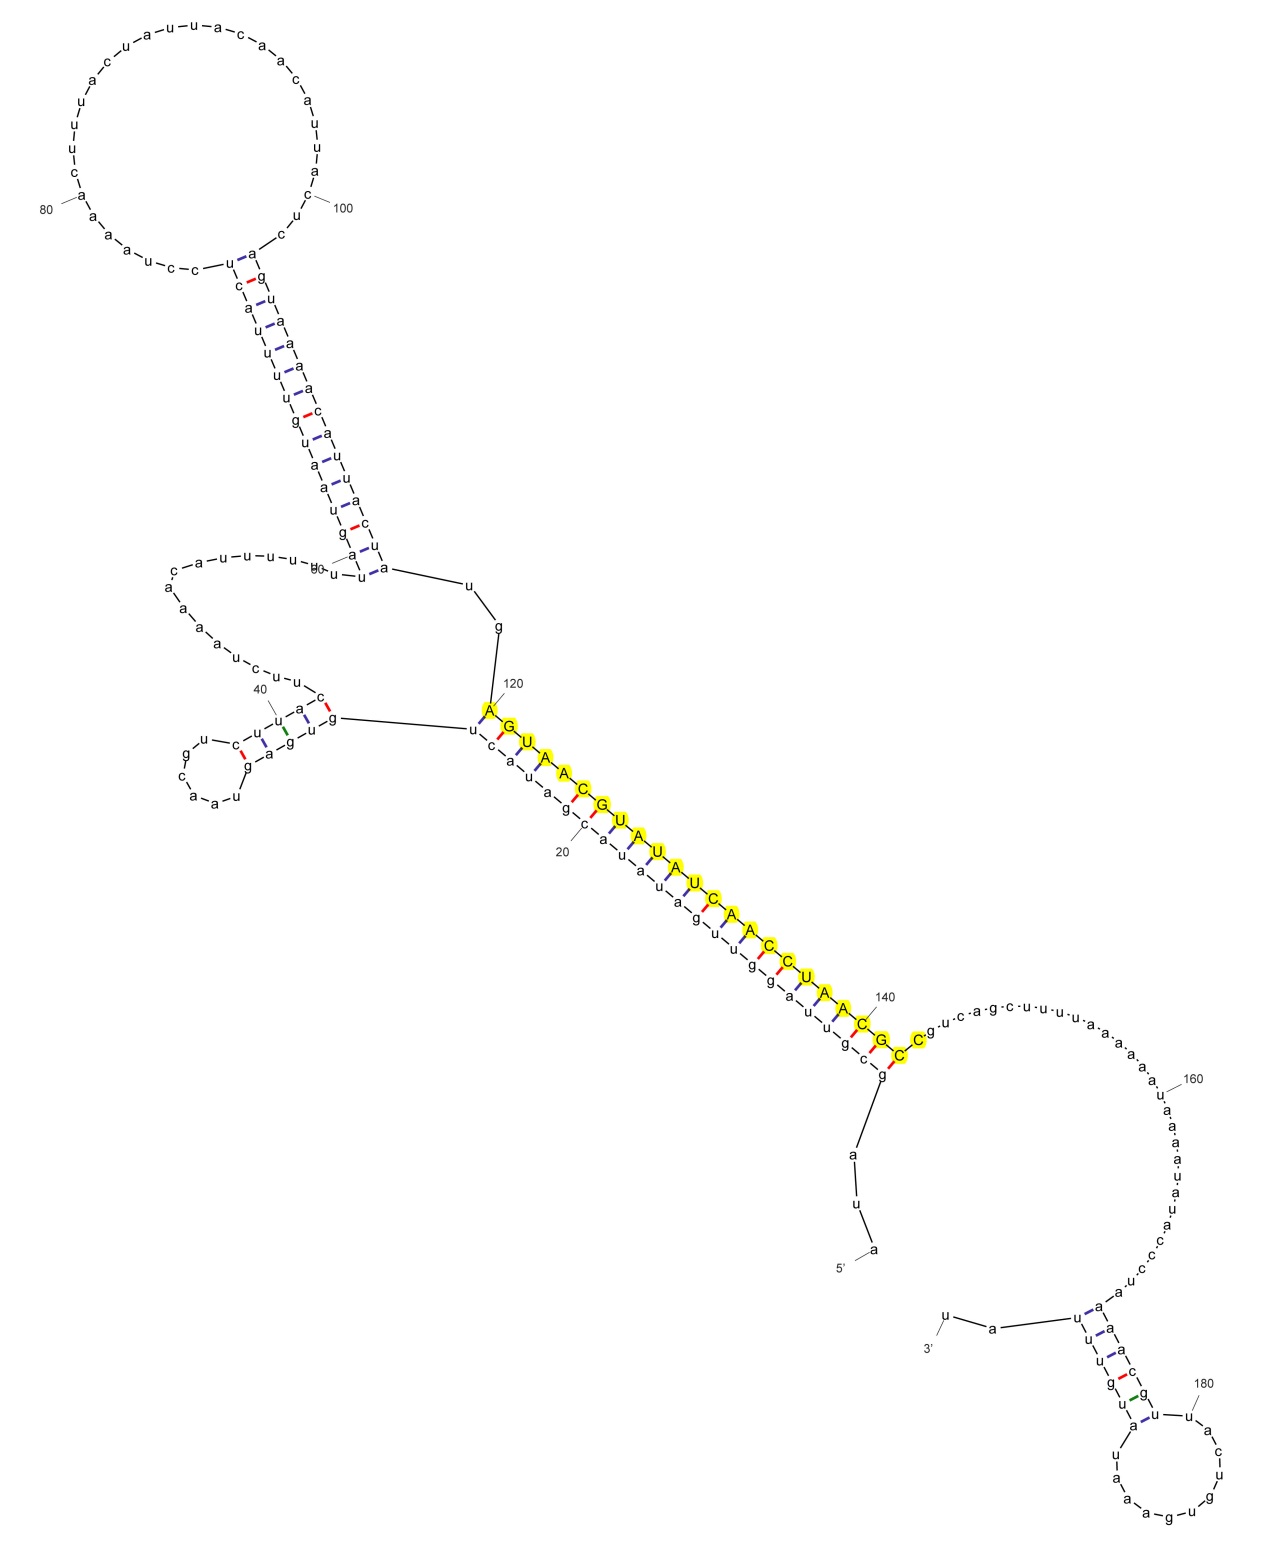

PC-15-3p

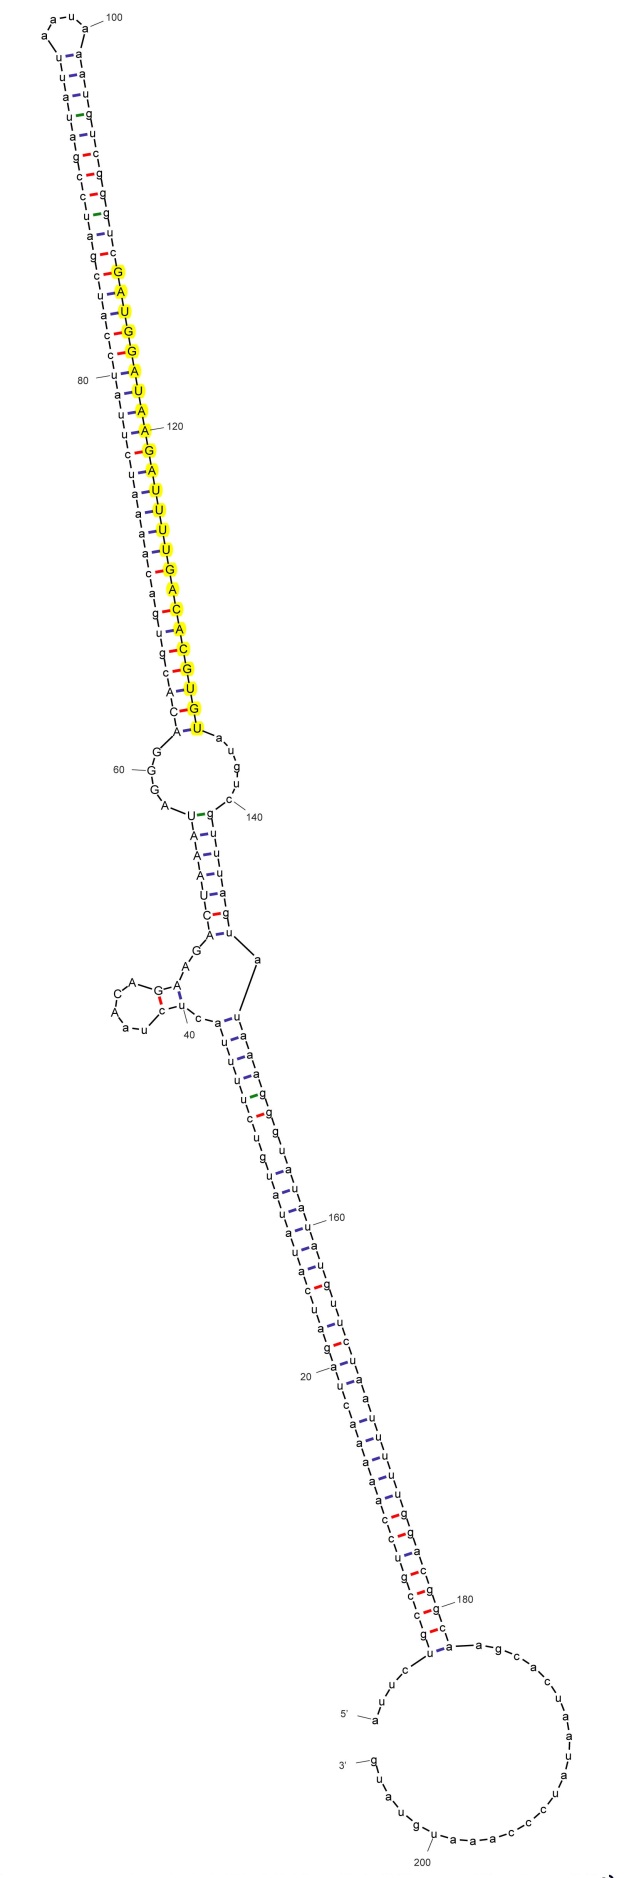

PC-16-3p

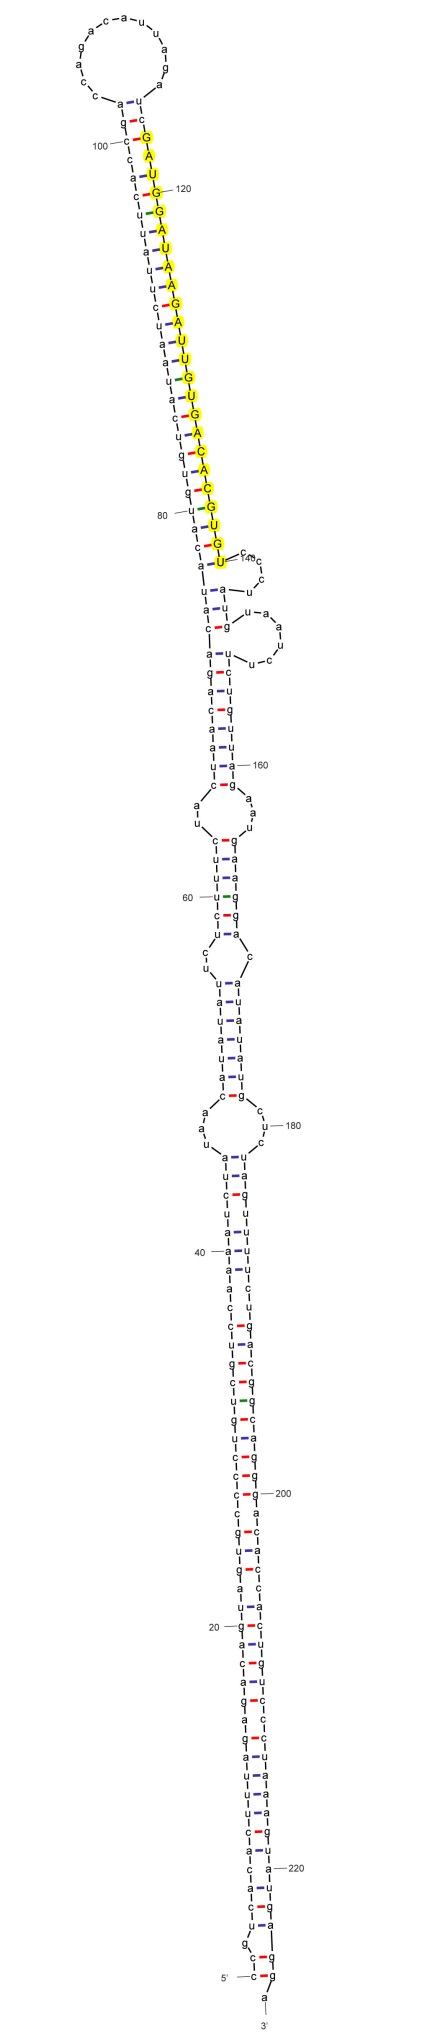

PC-17-3p

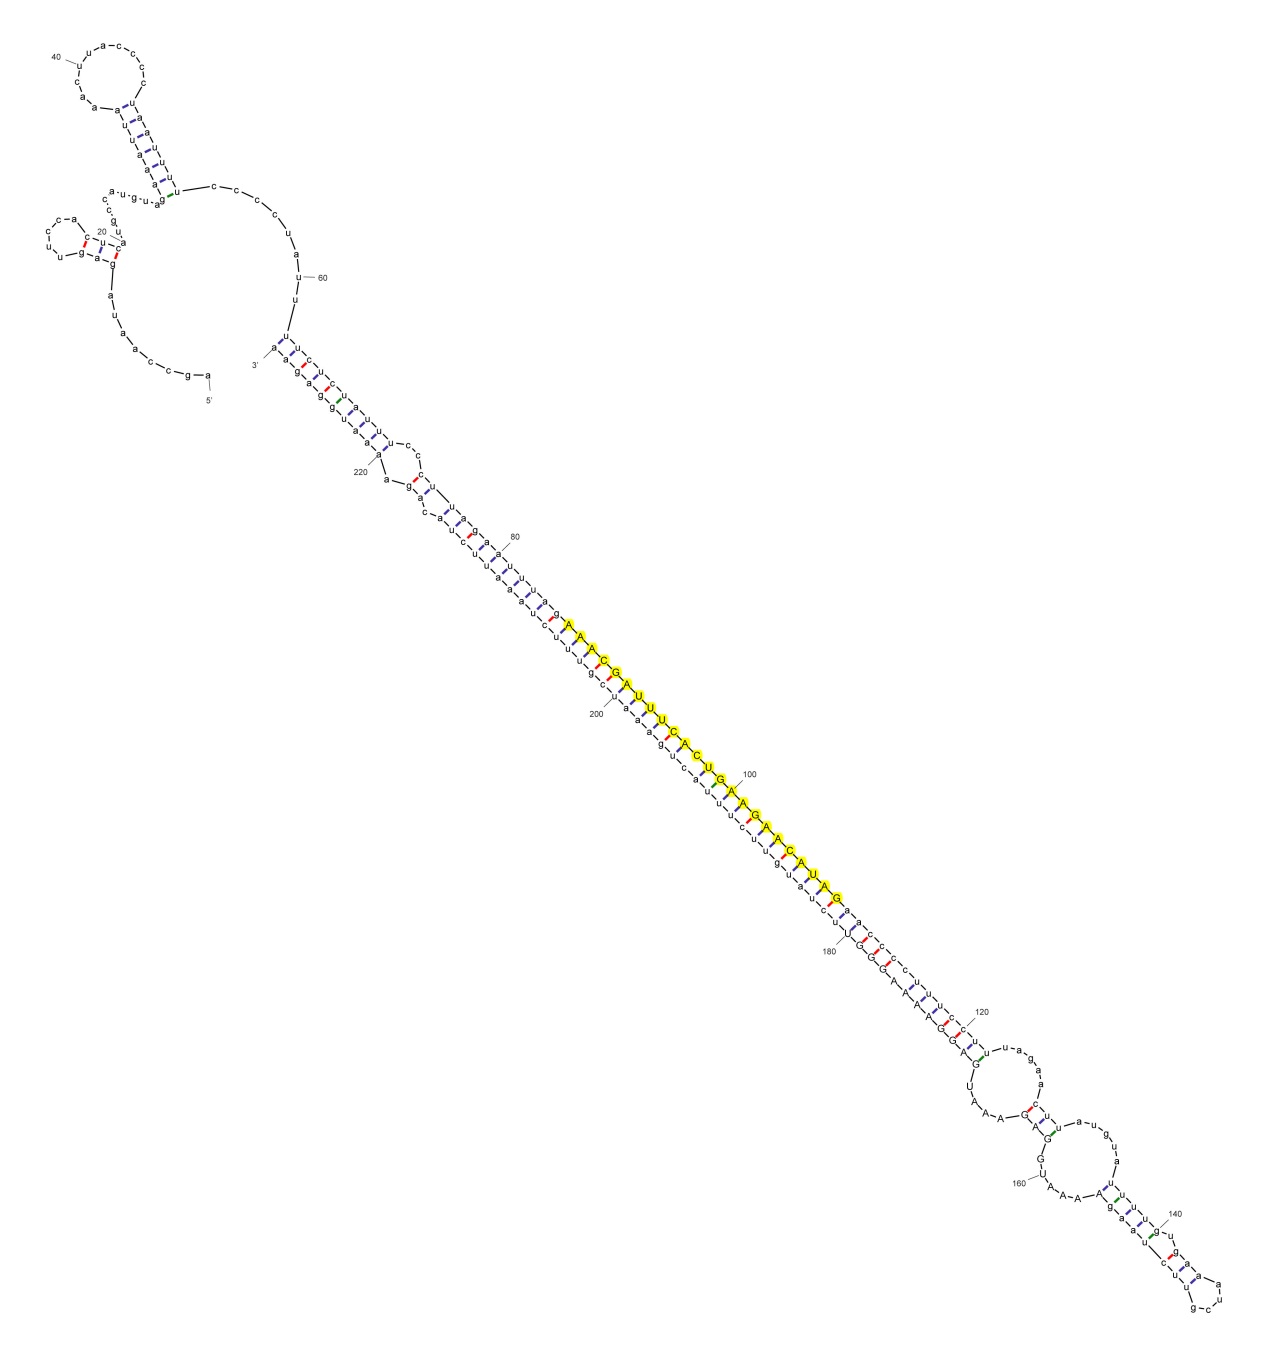

PC-18-5p

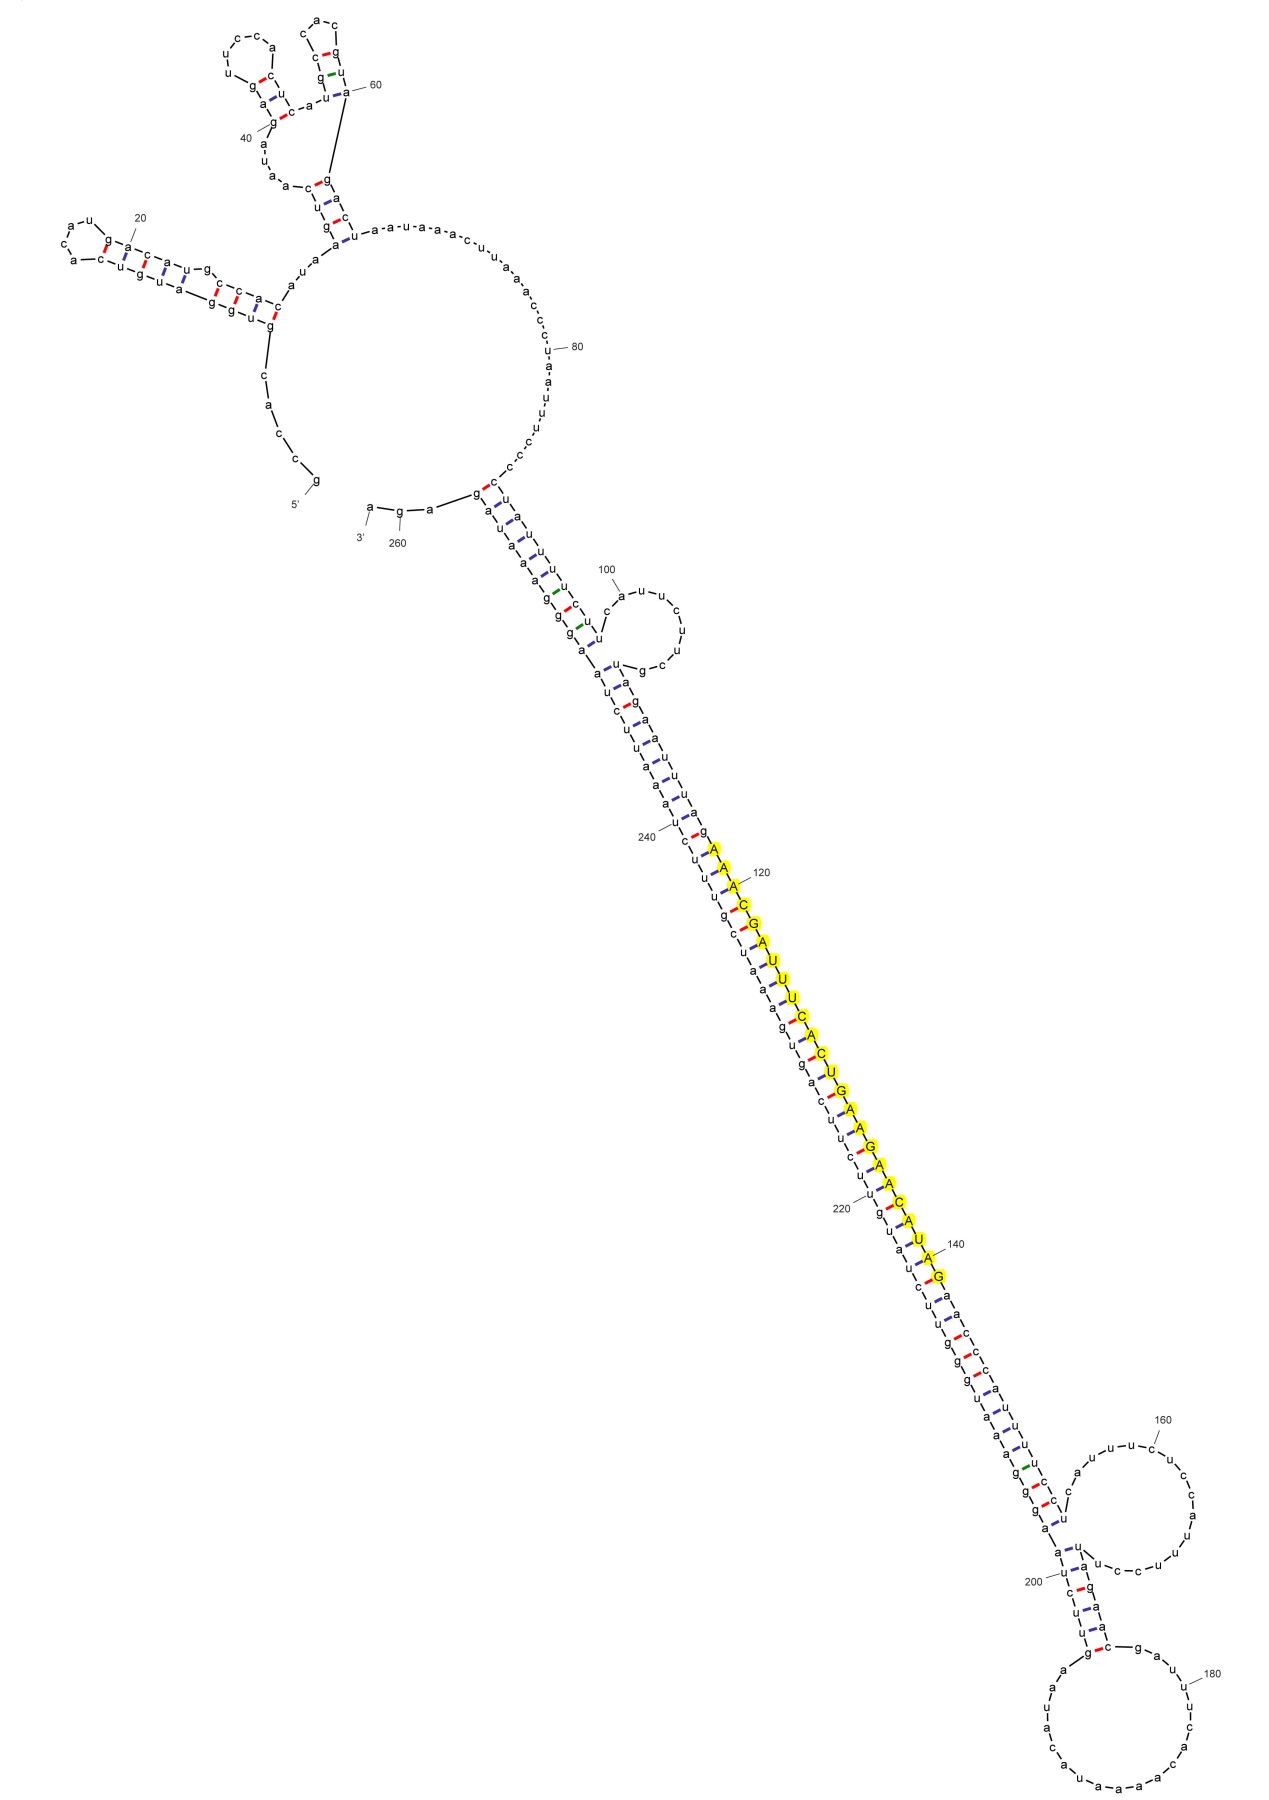

PC-19-5p

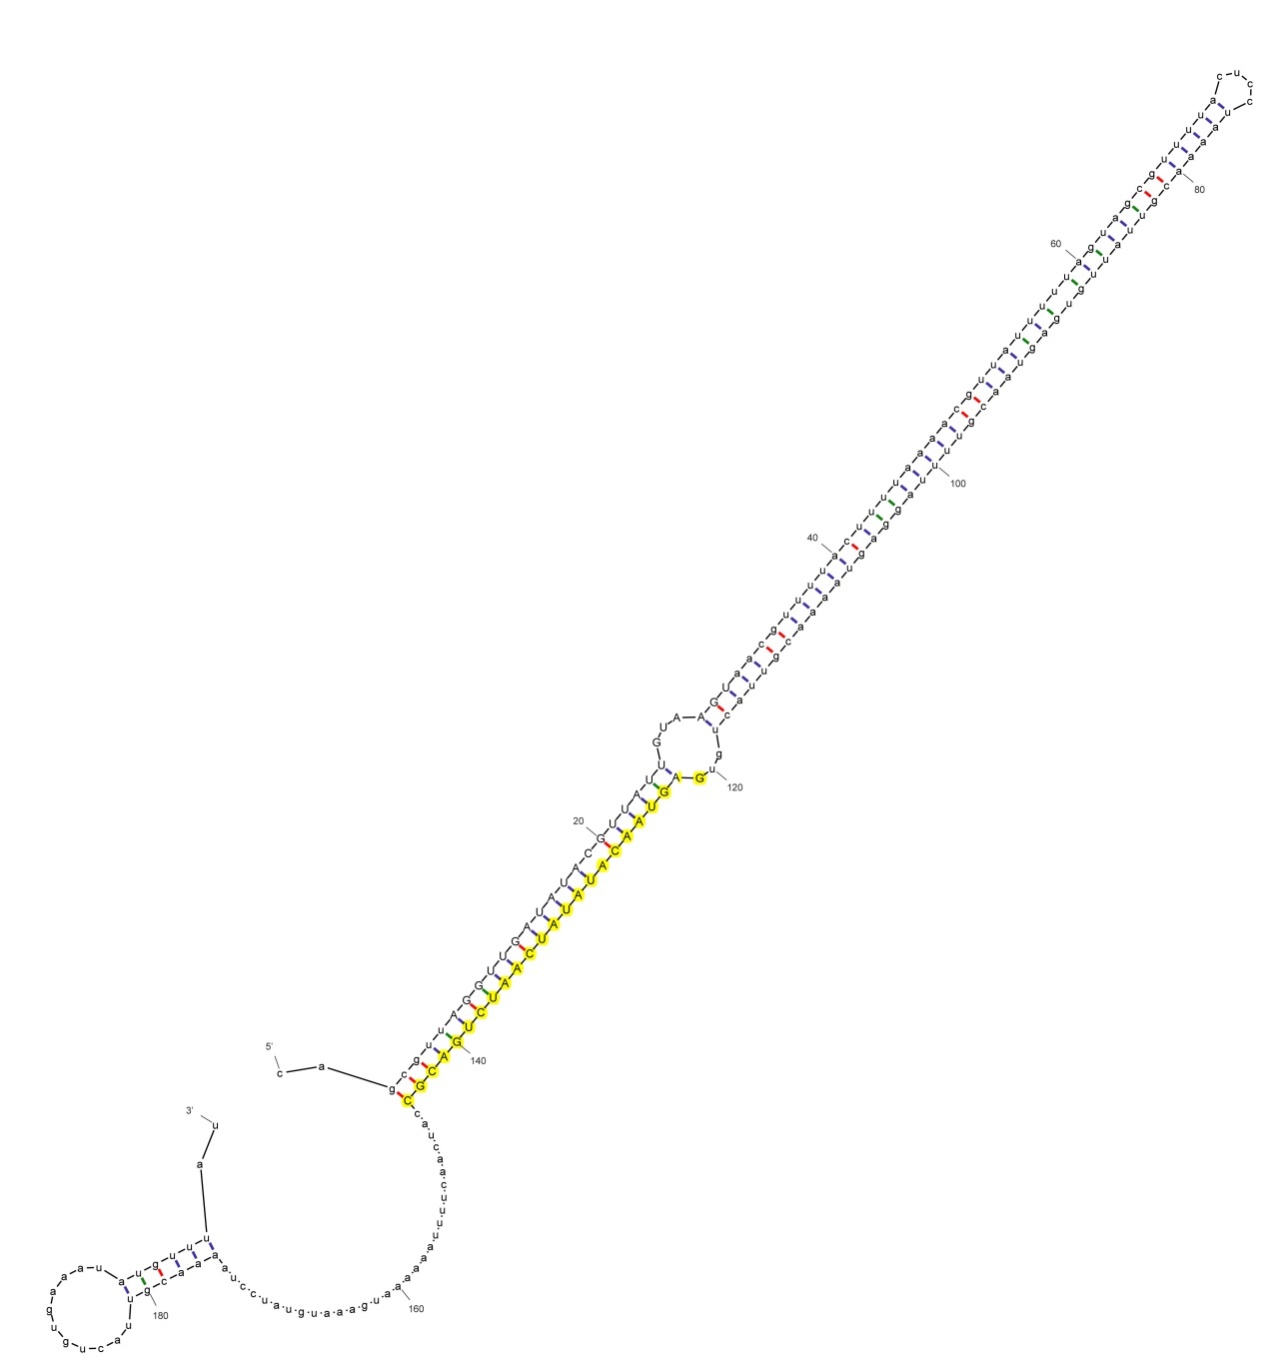

PC-20-3p

**
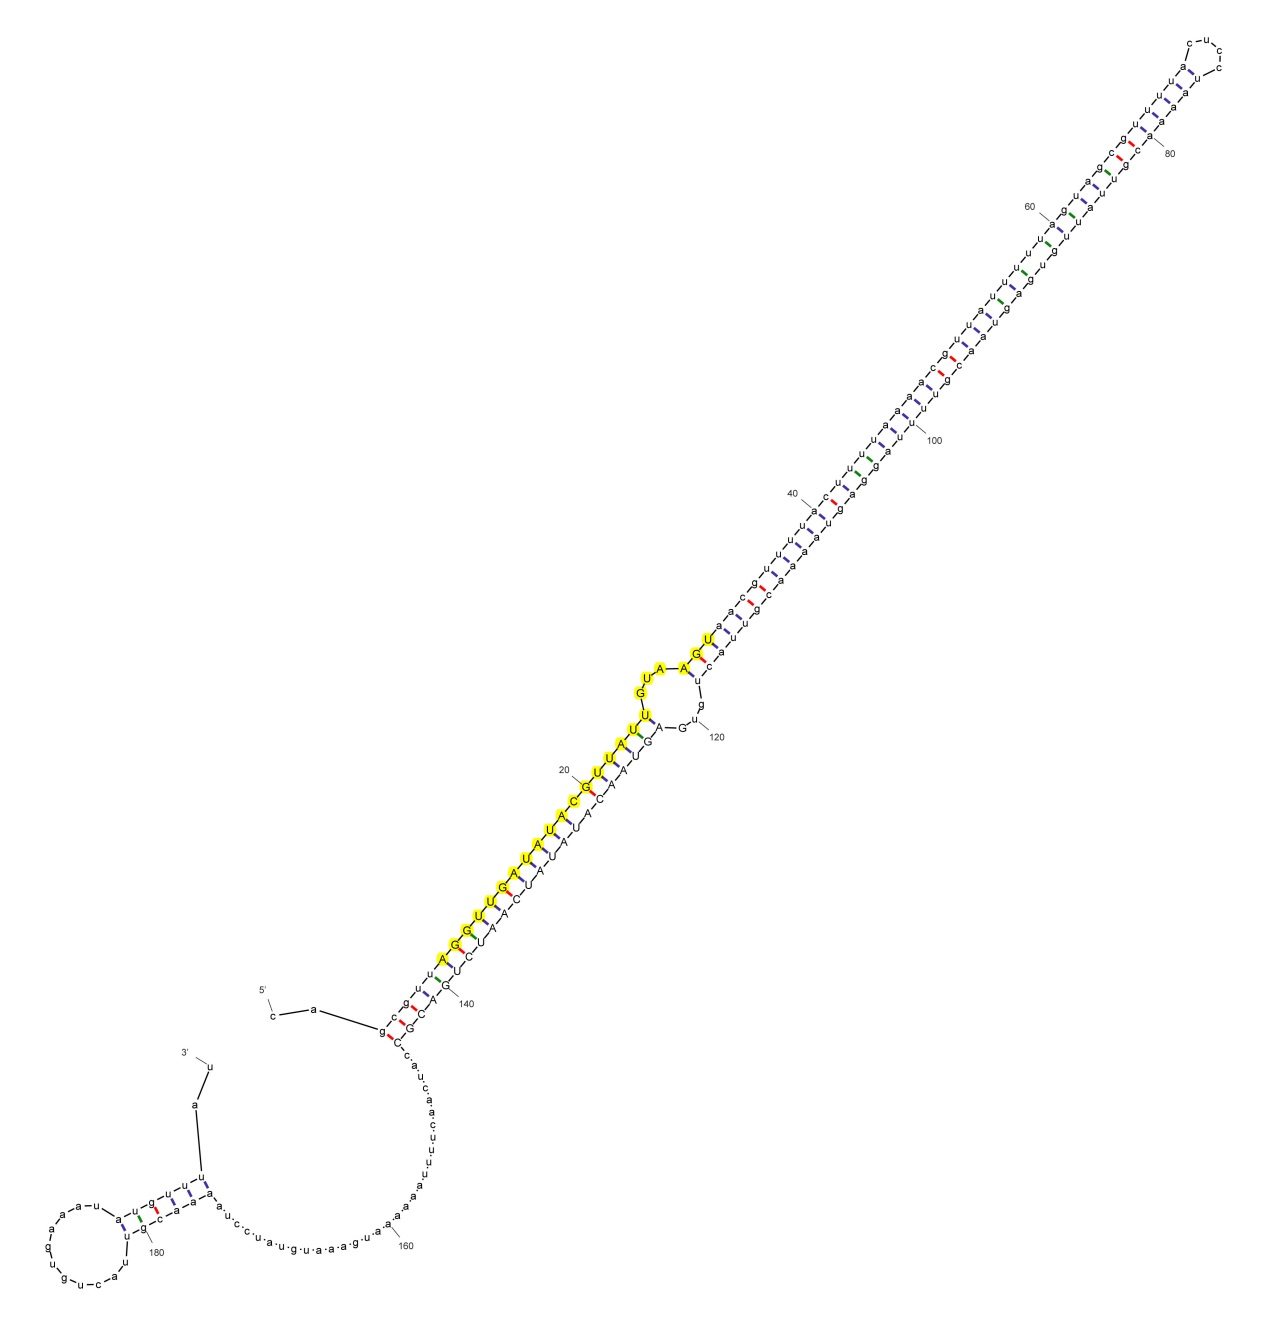
**

PC-20-5p

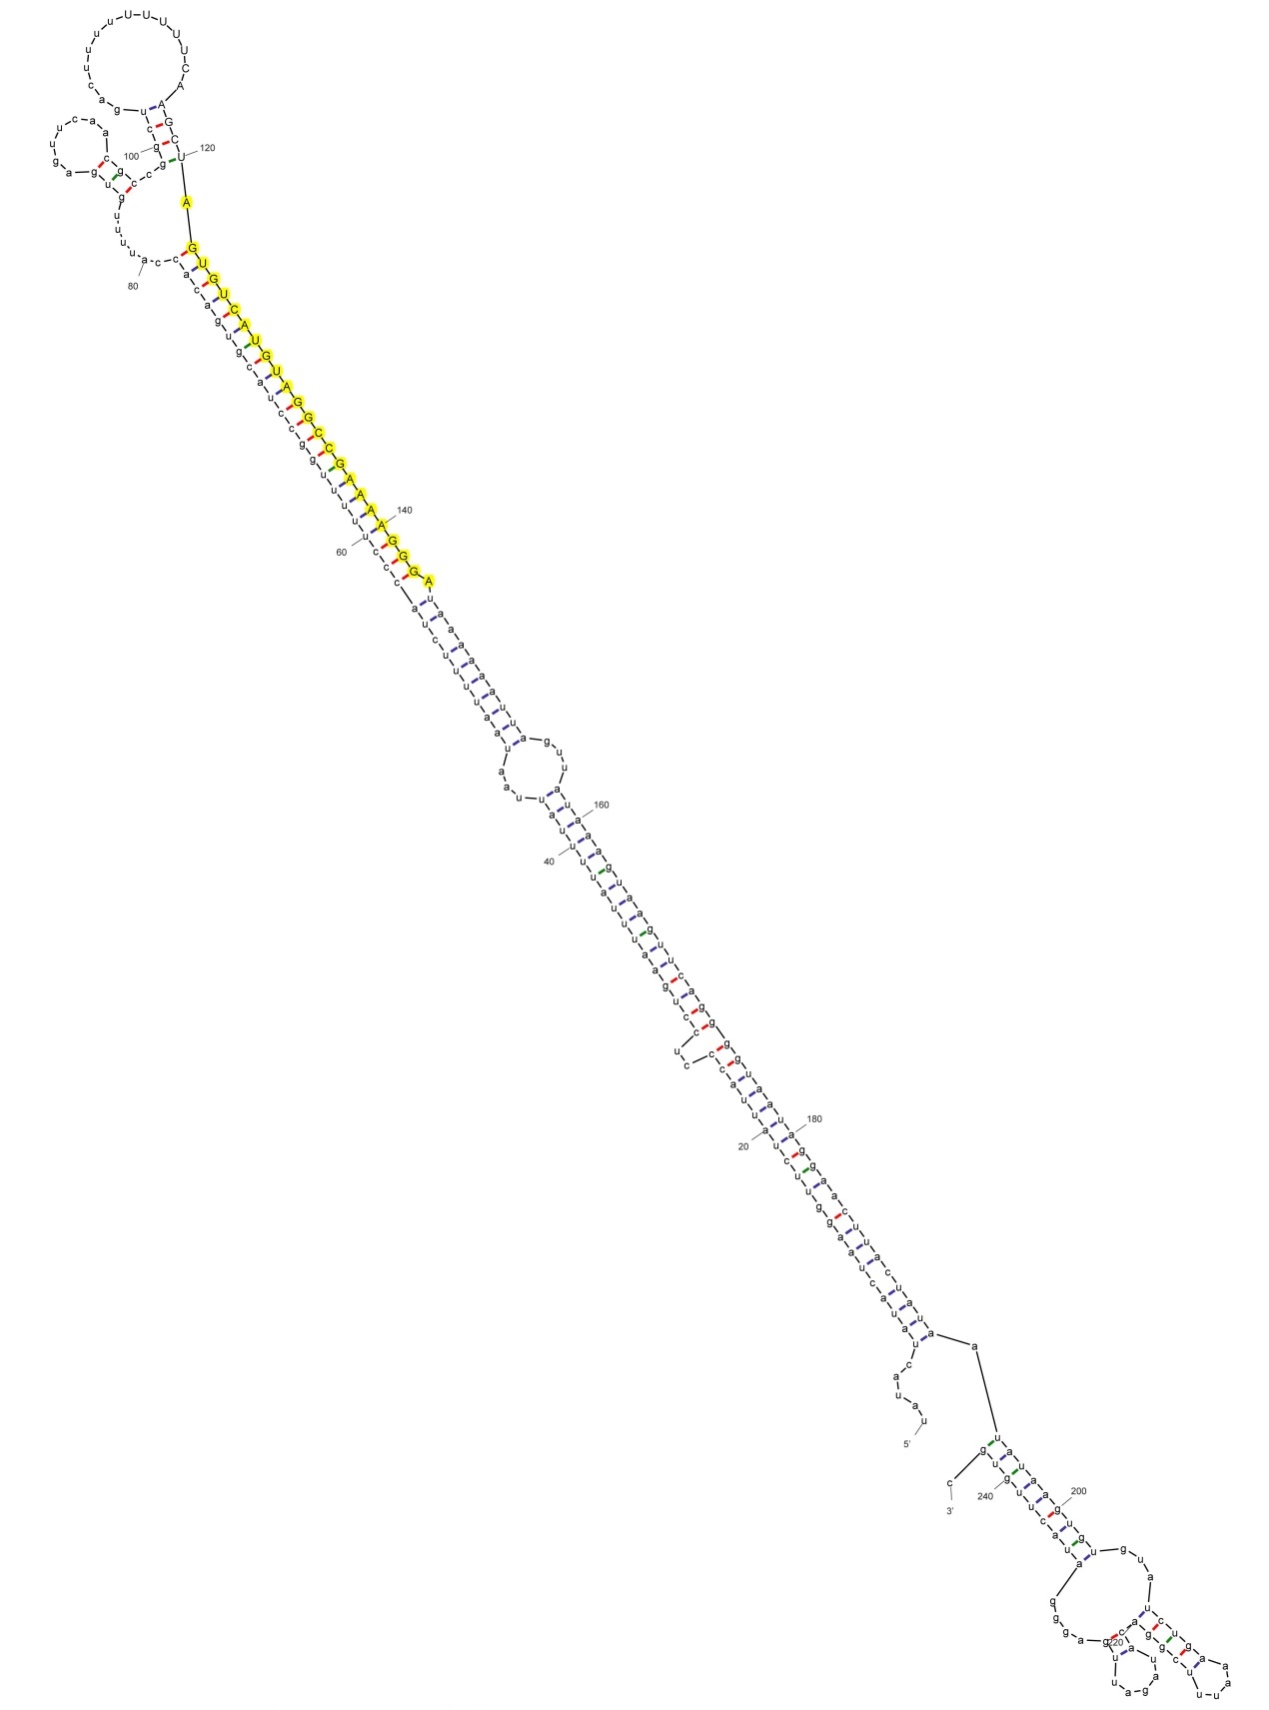

PC-21-3p

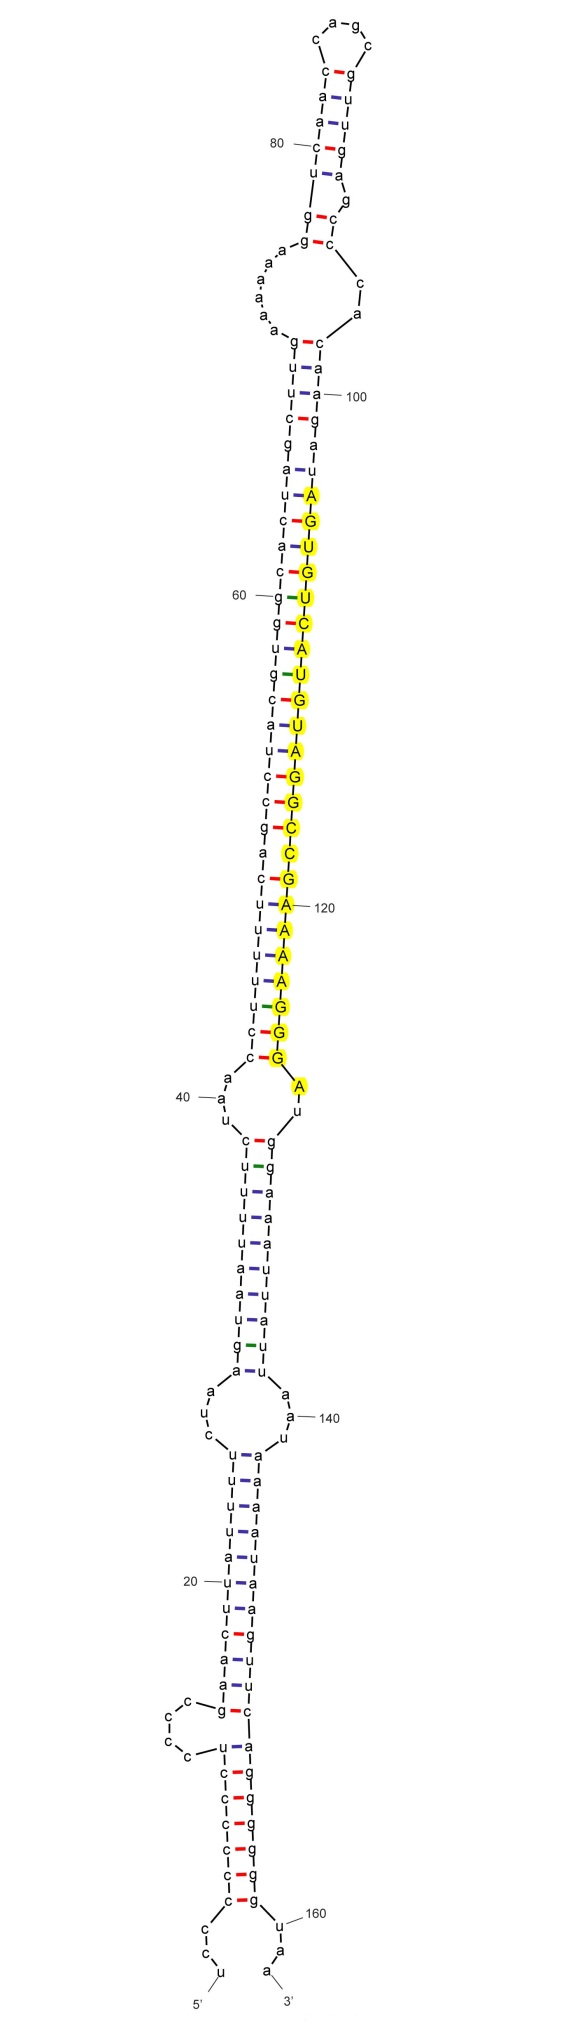

PC-22-3p

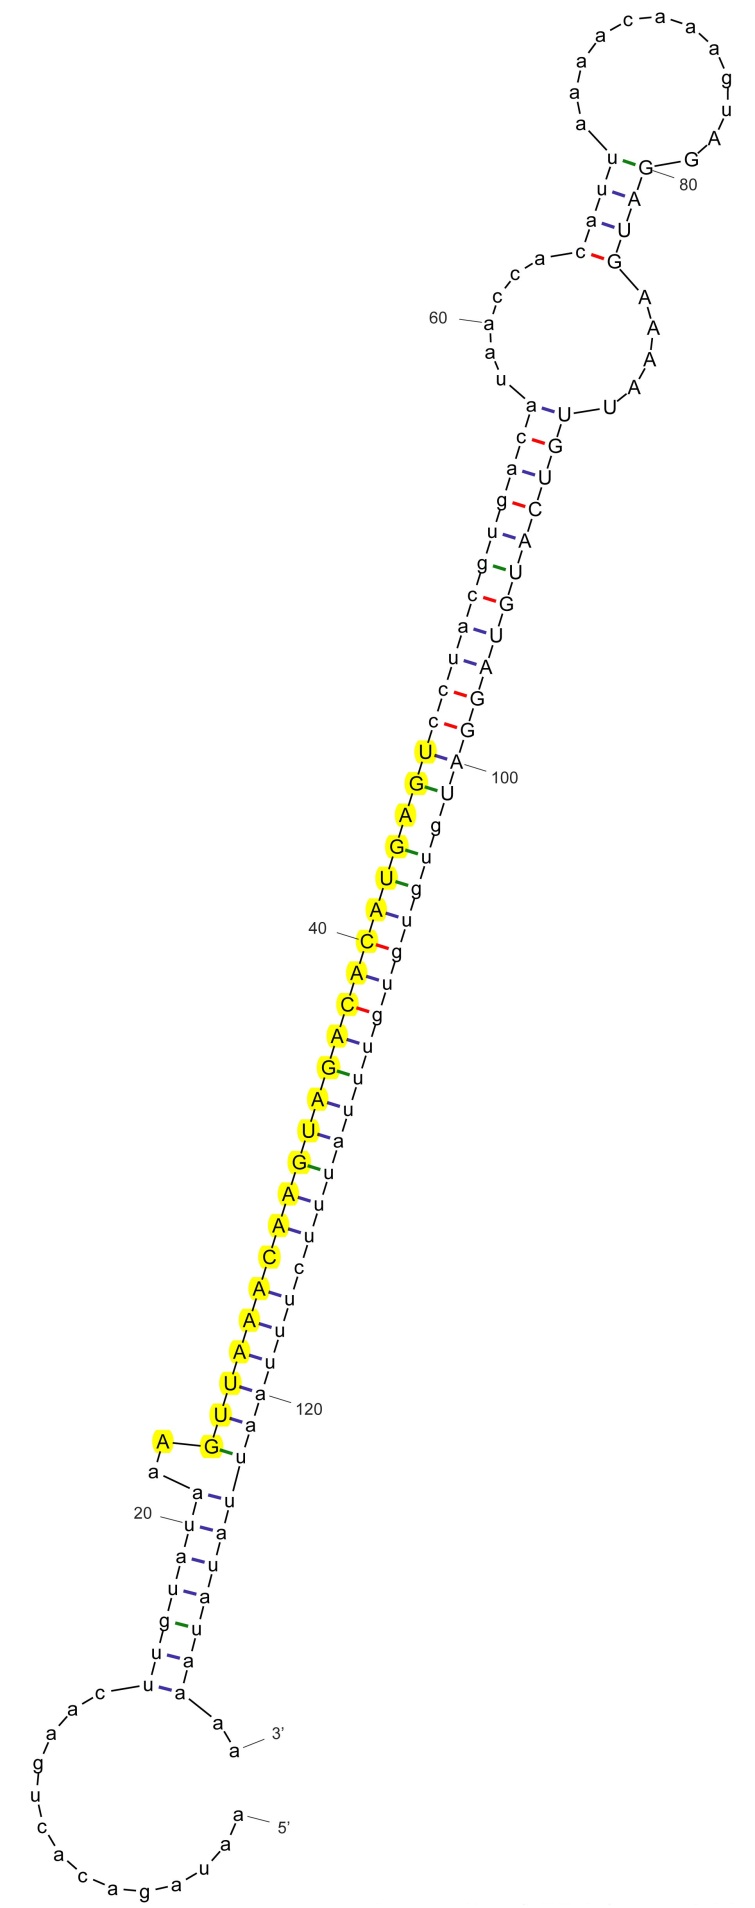

PC-23-5p

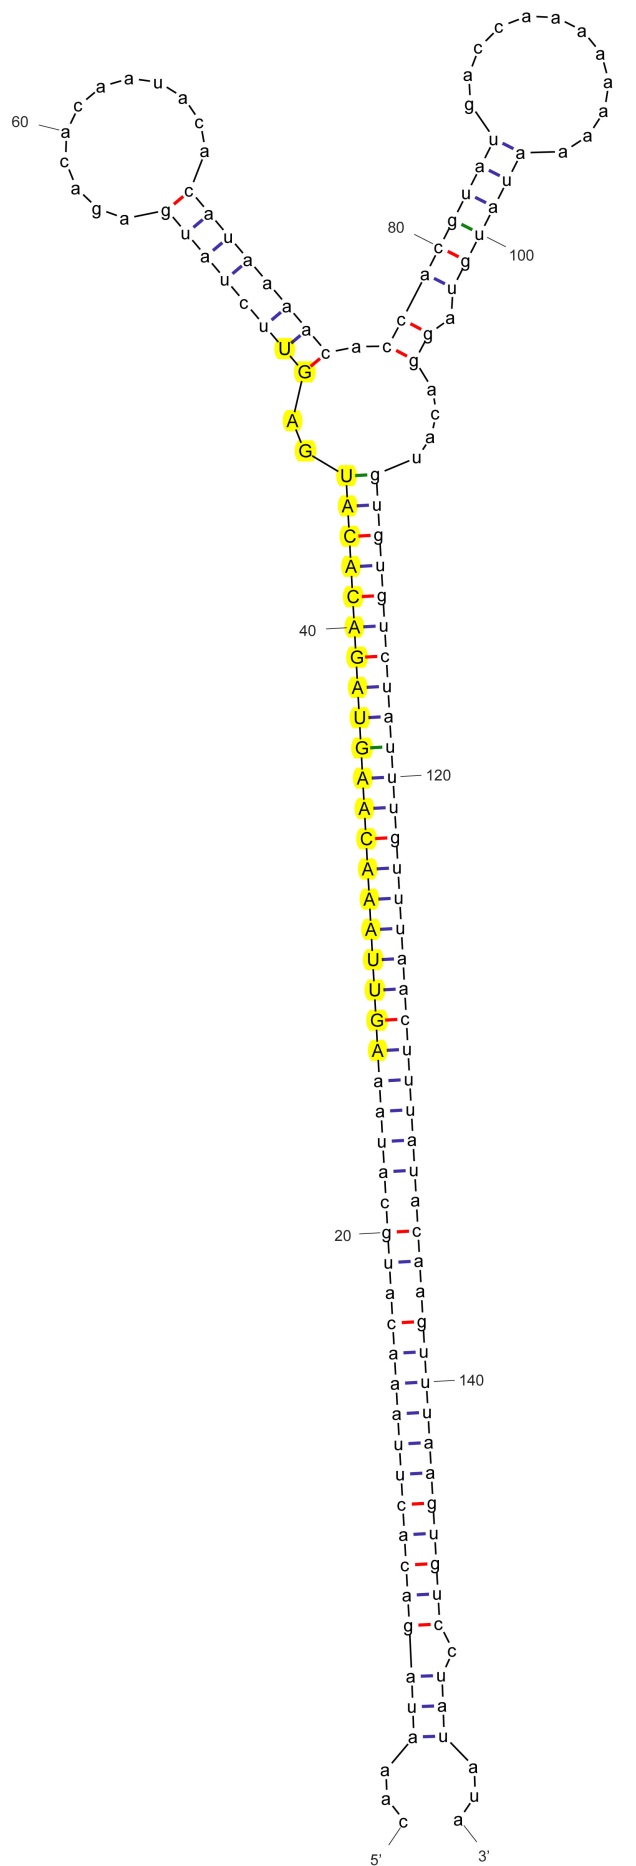

PC-24-5p

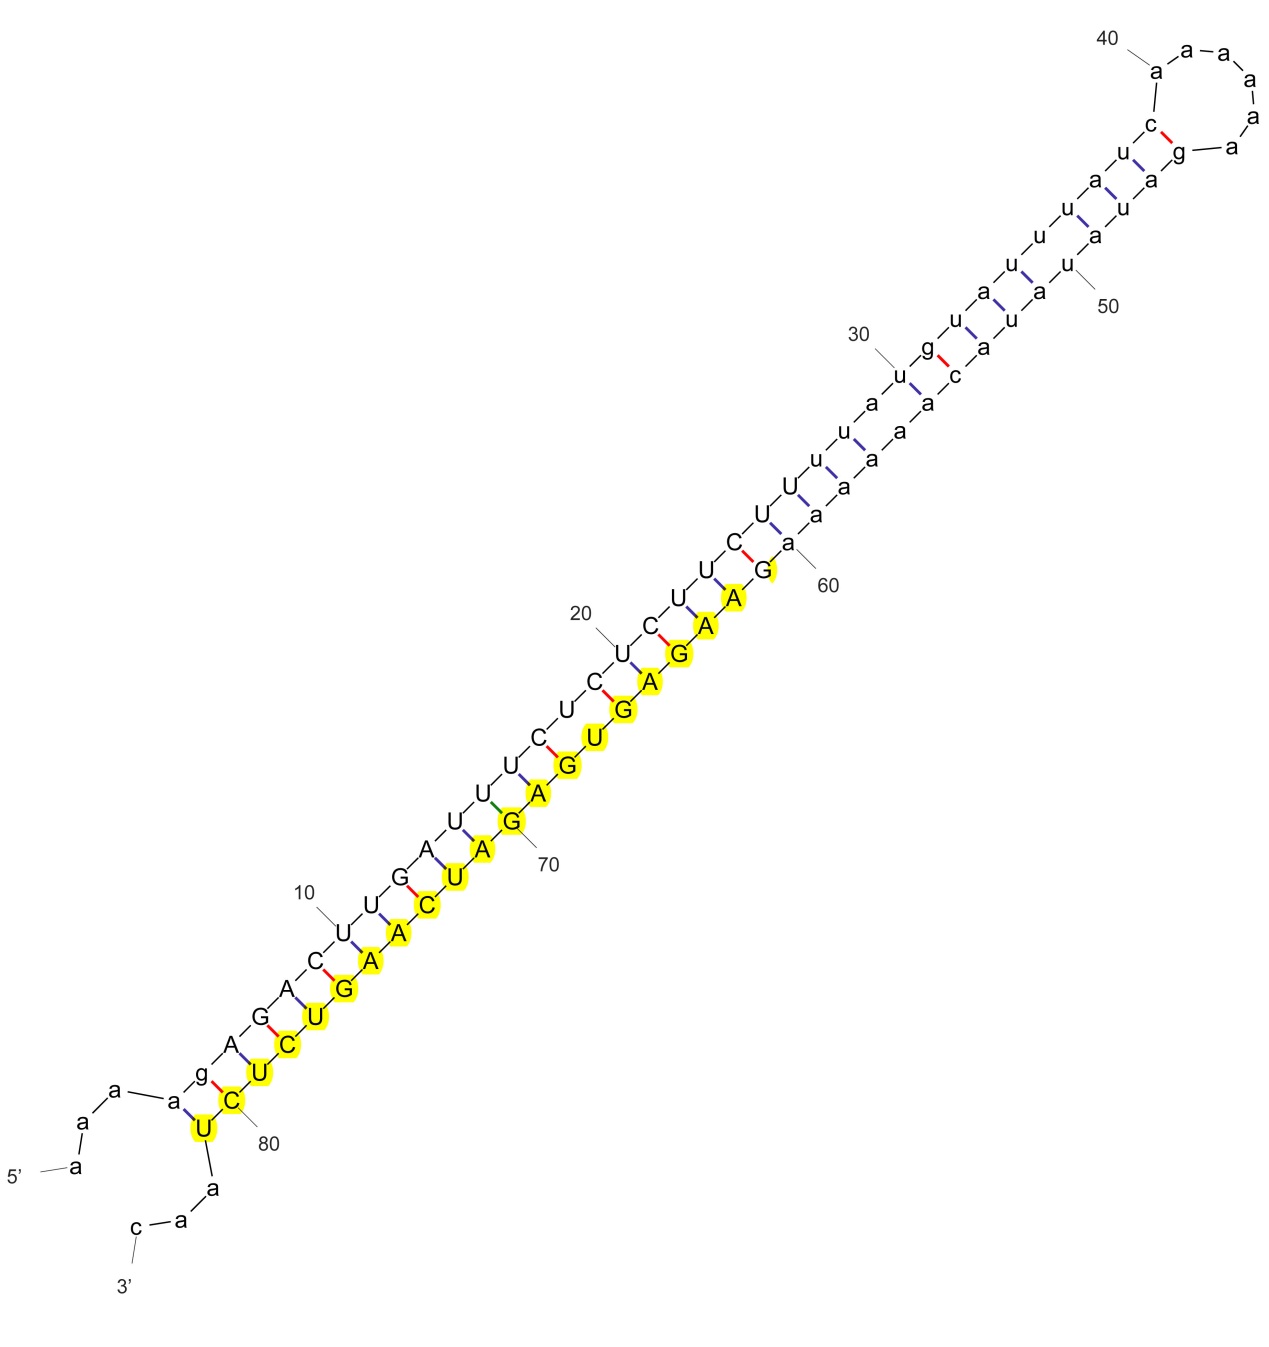

PC-25-3p

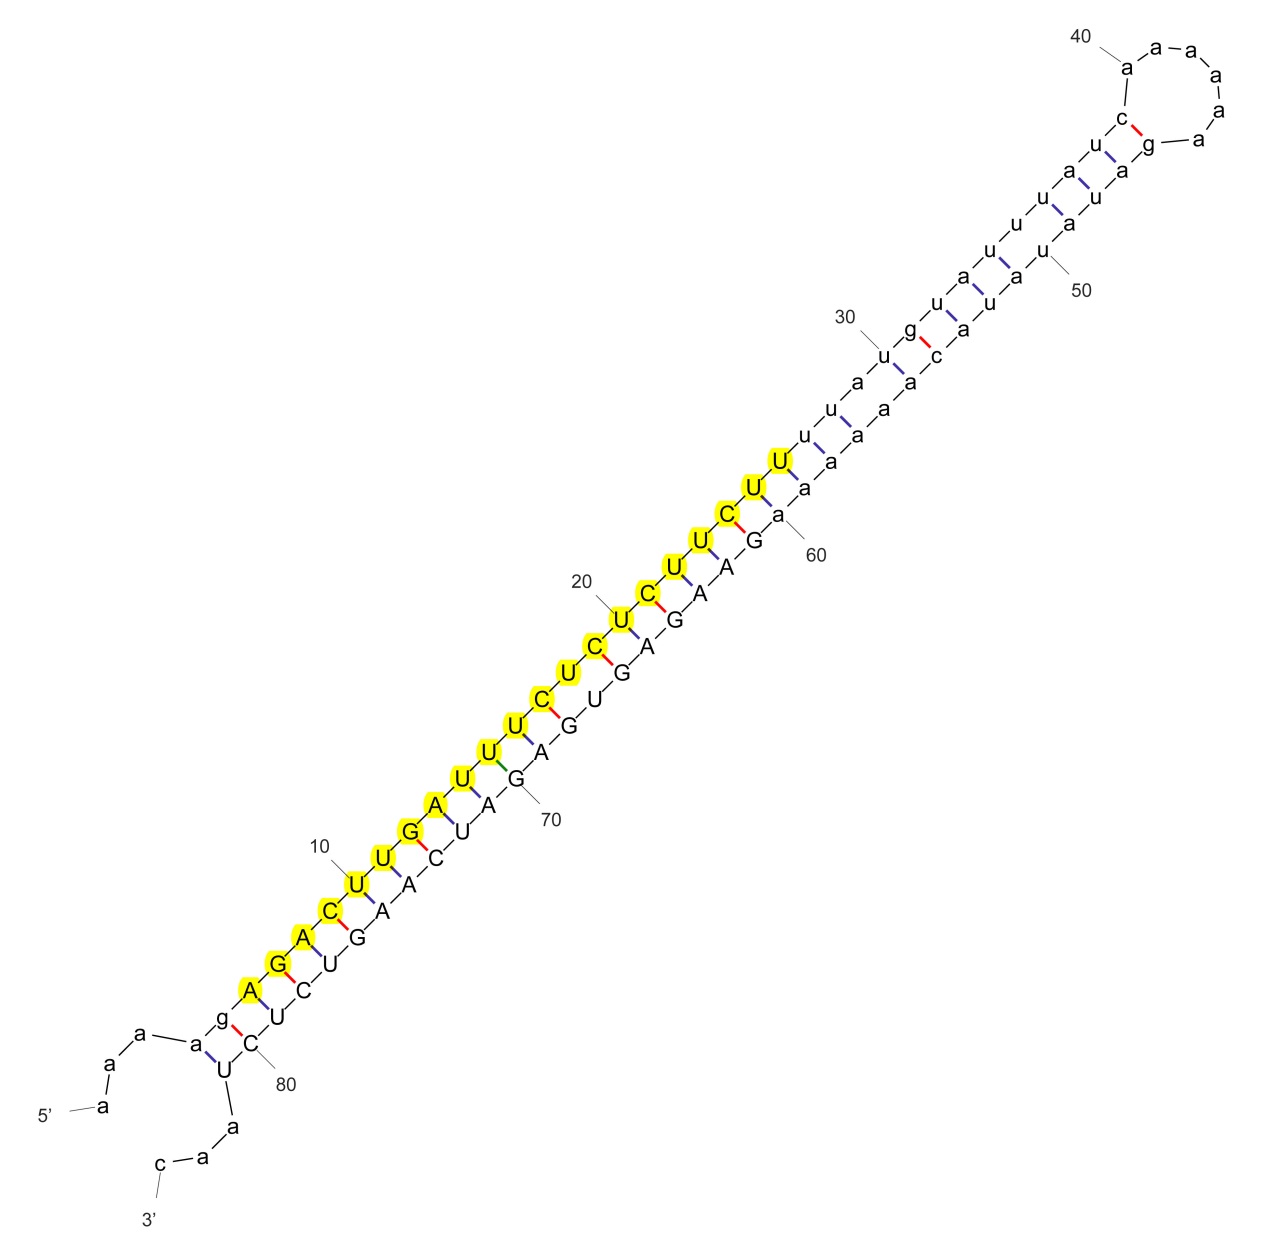

PC-25-5p

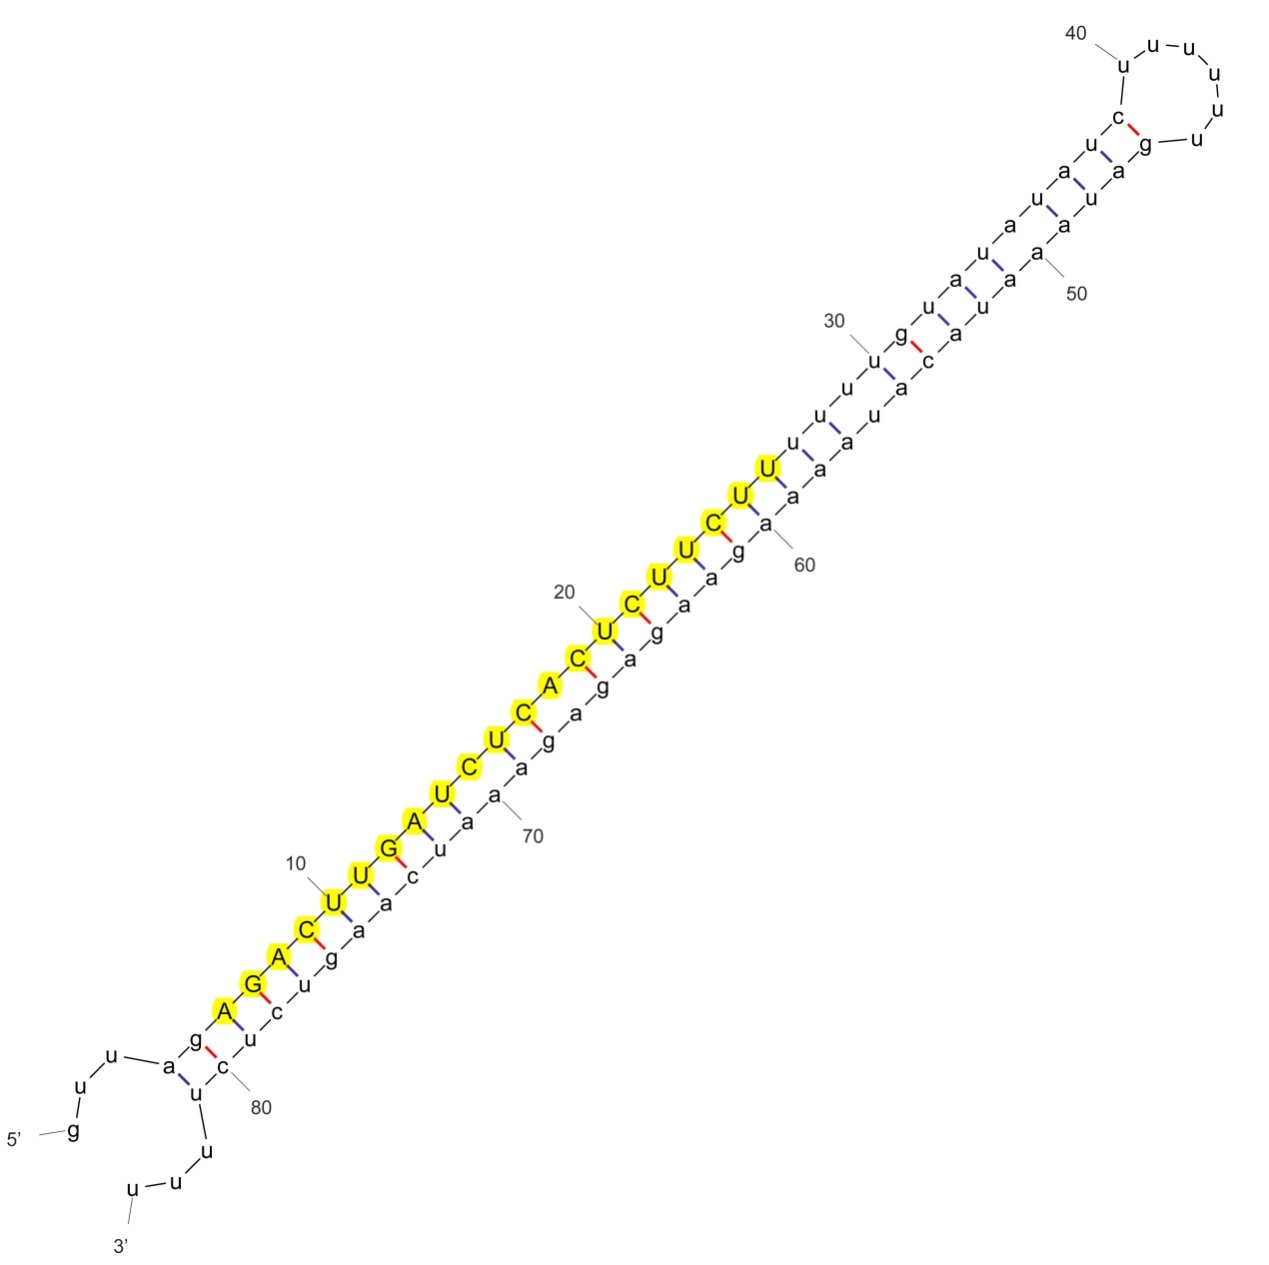

PC-26-5p

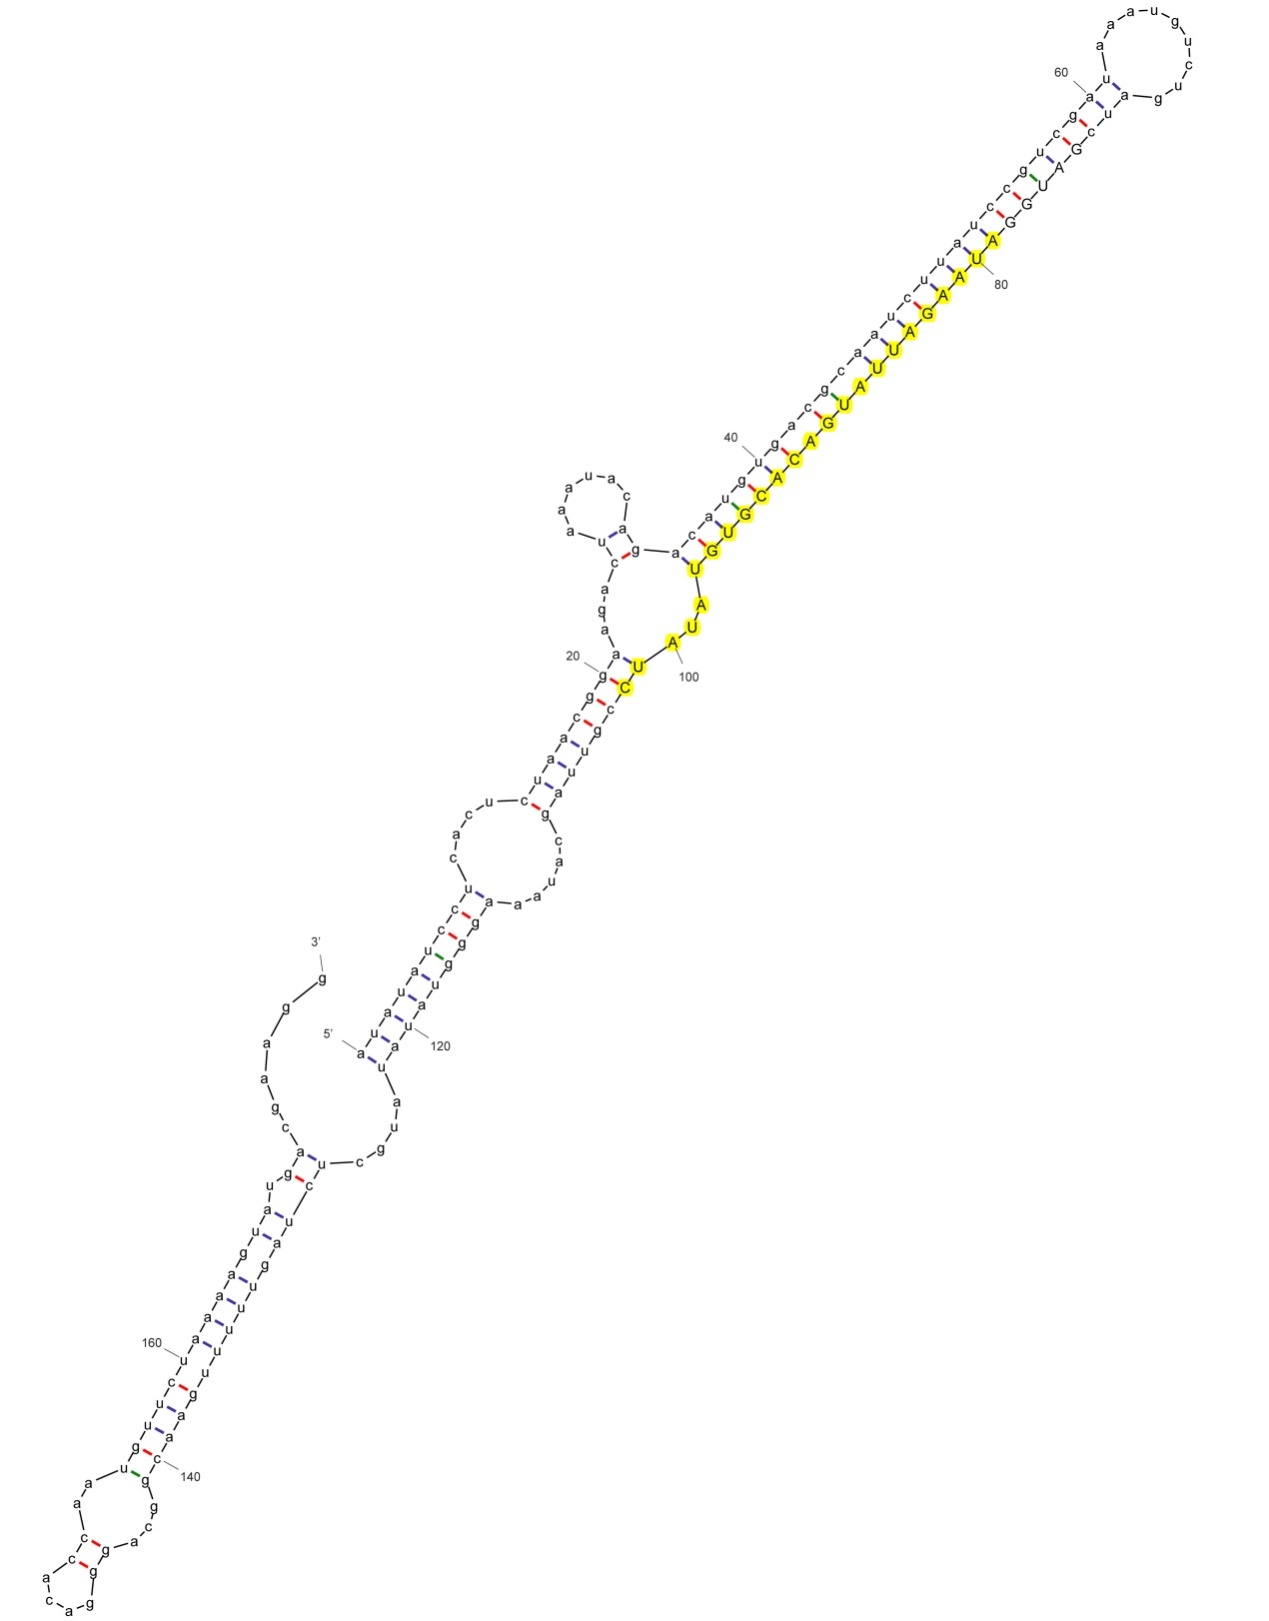

PC-27-3p

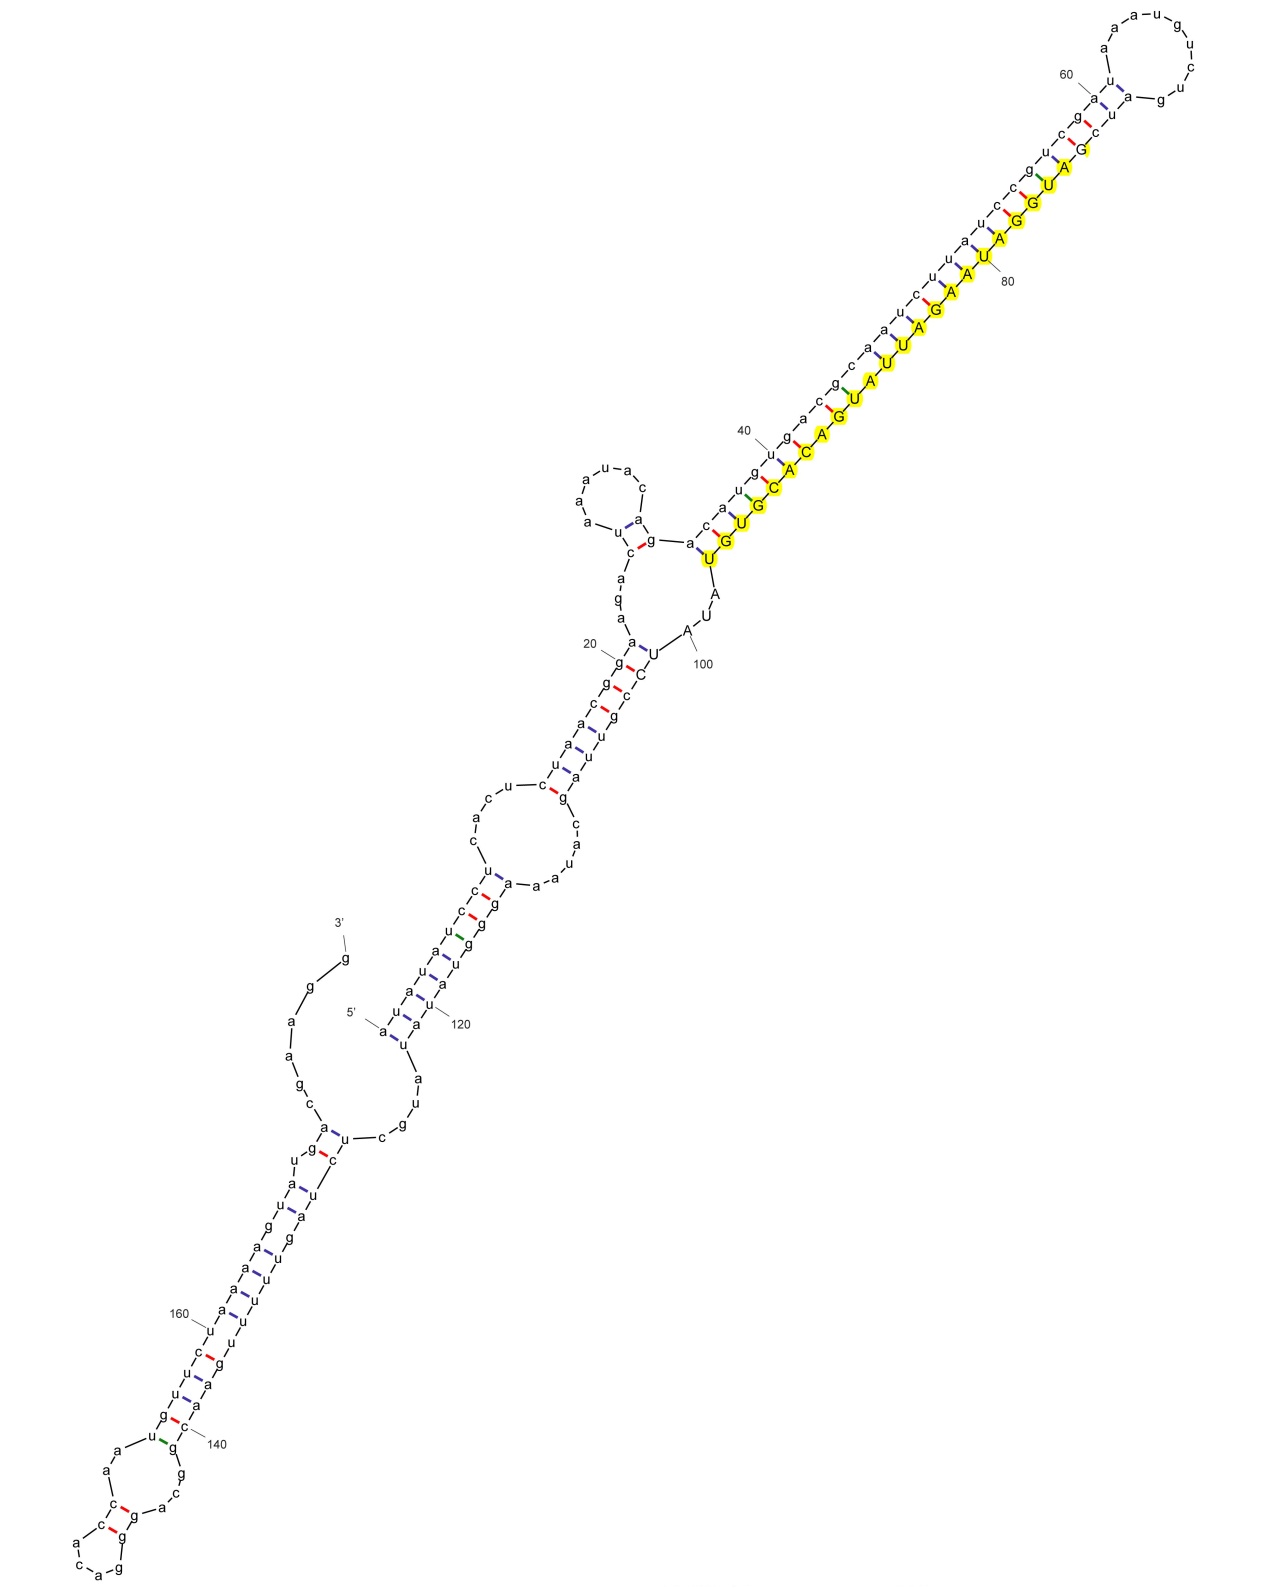

PC-27-5p

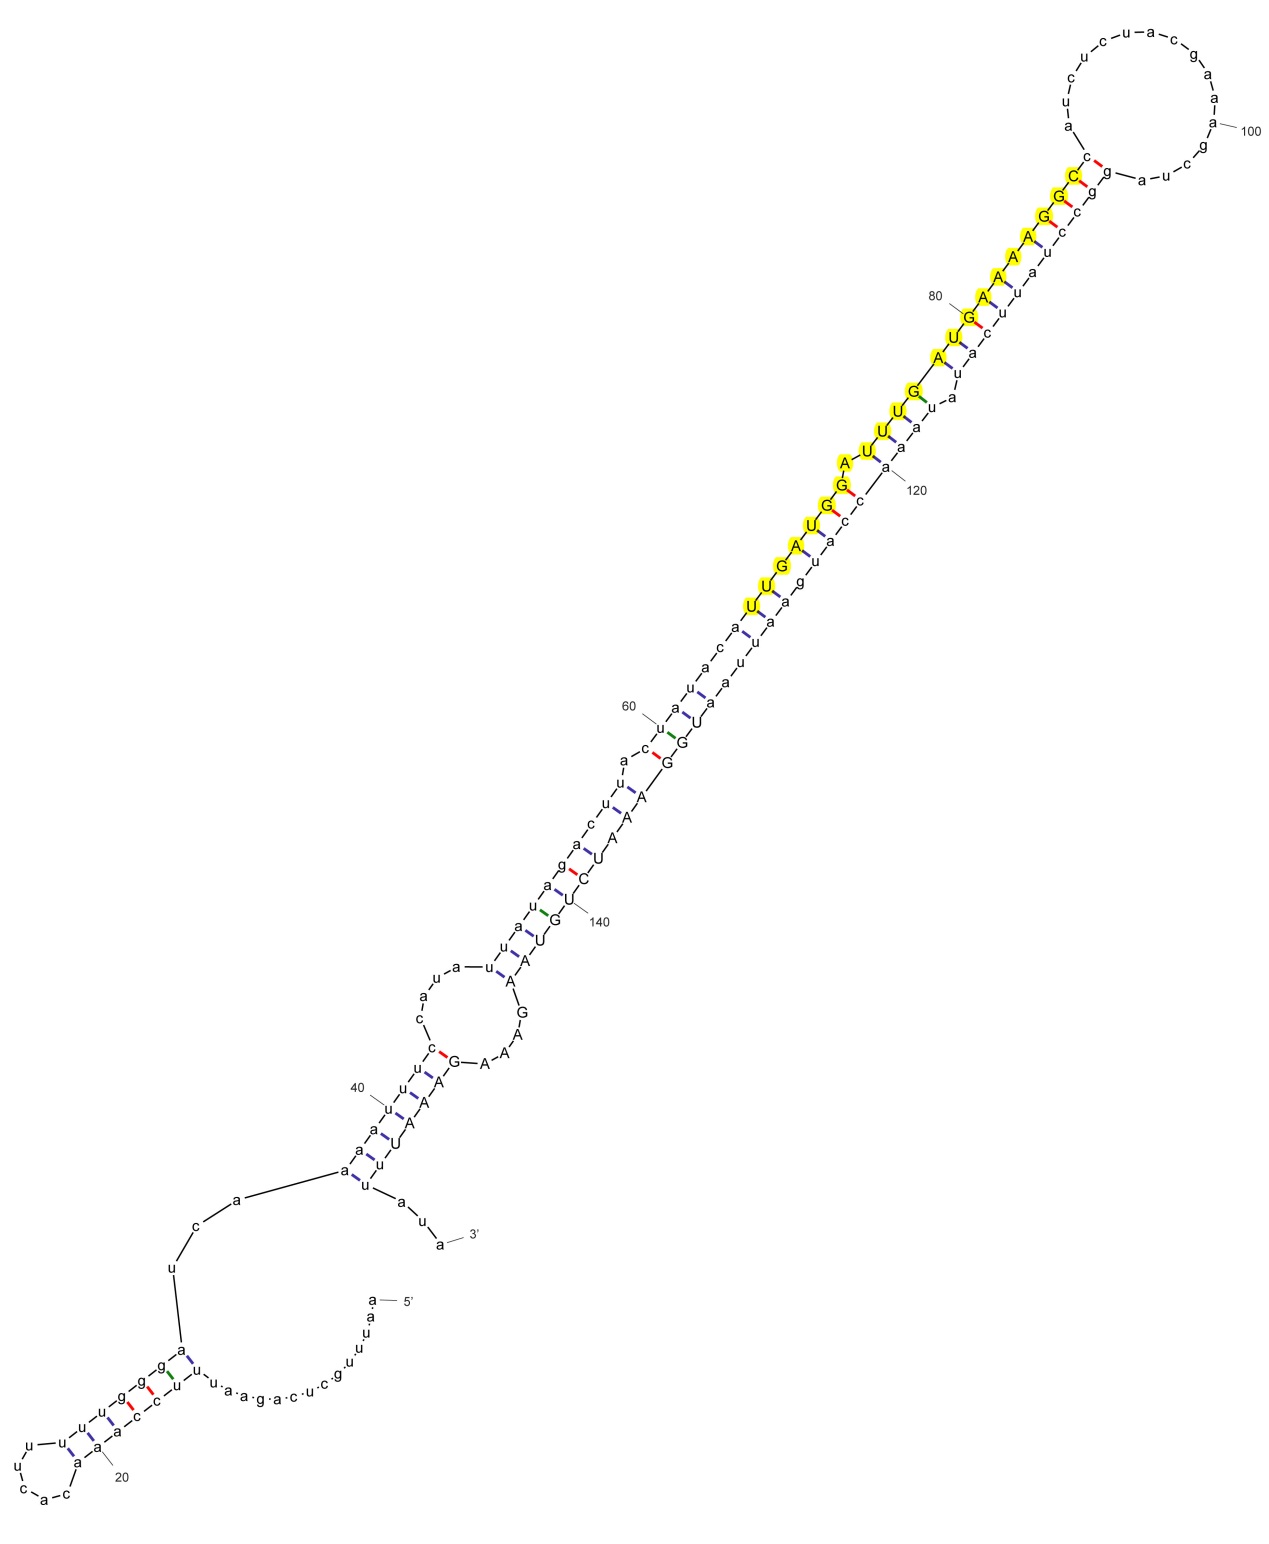

PC-28-5p

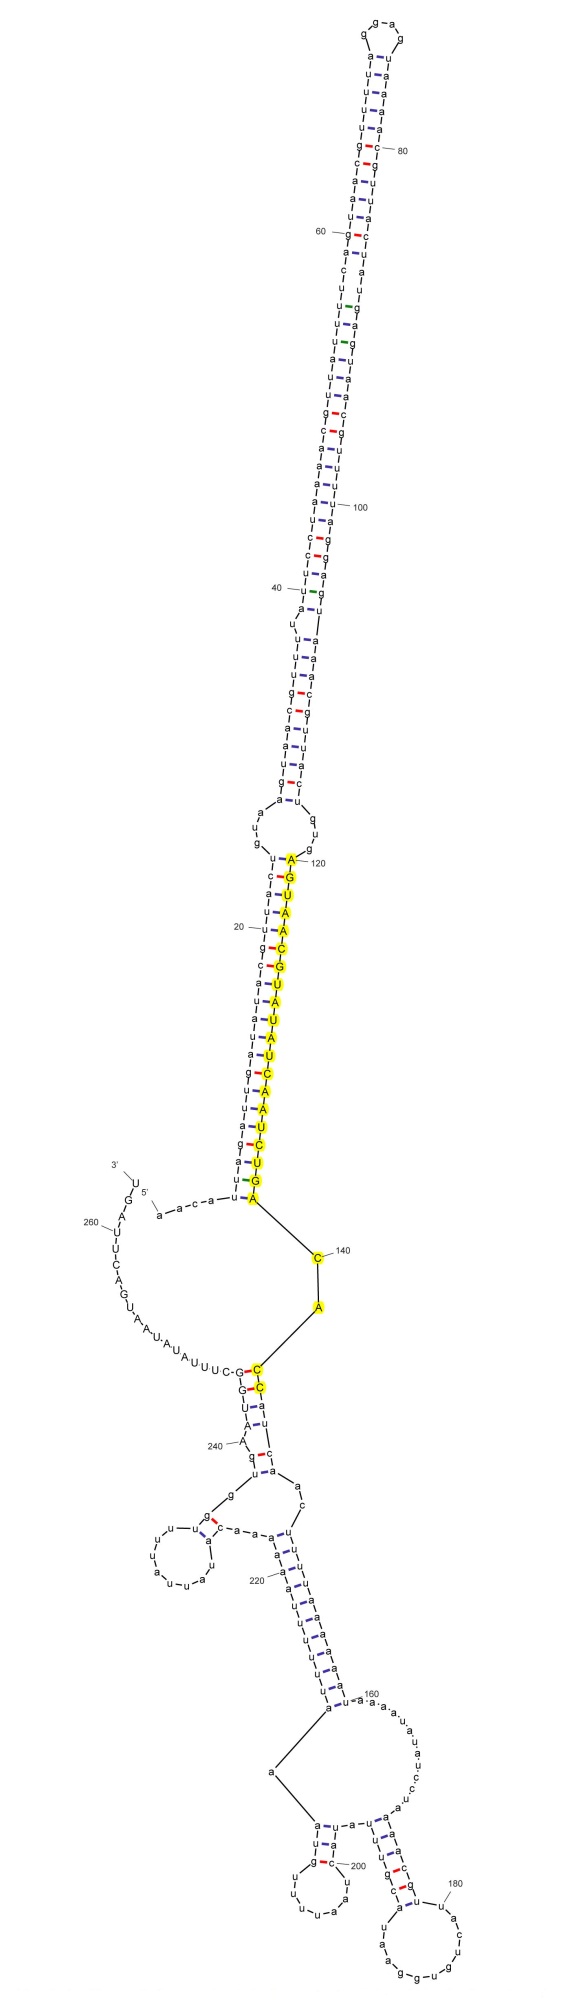

PC-29-5p

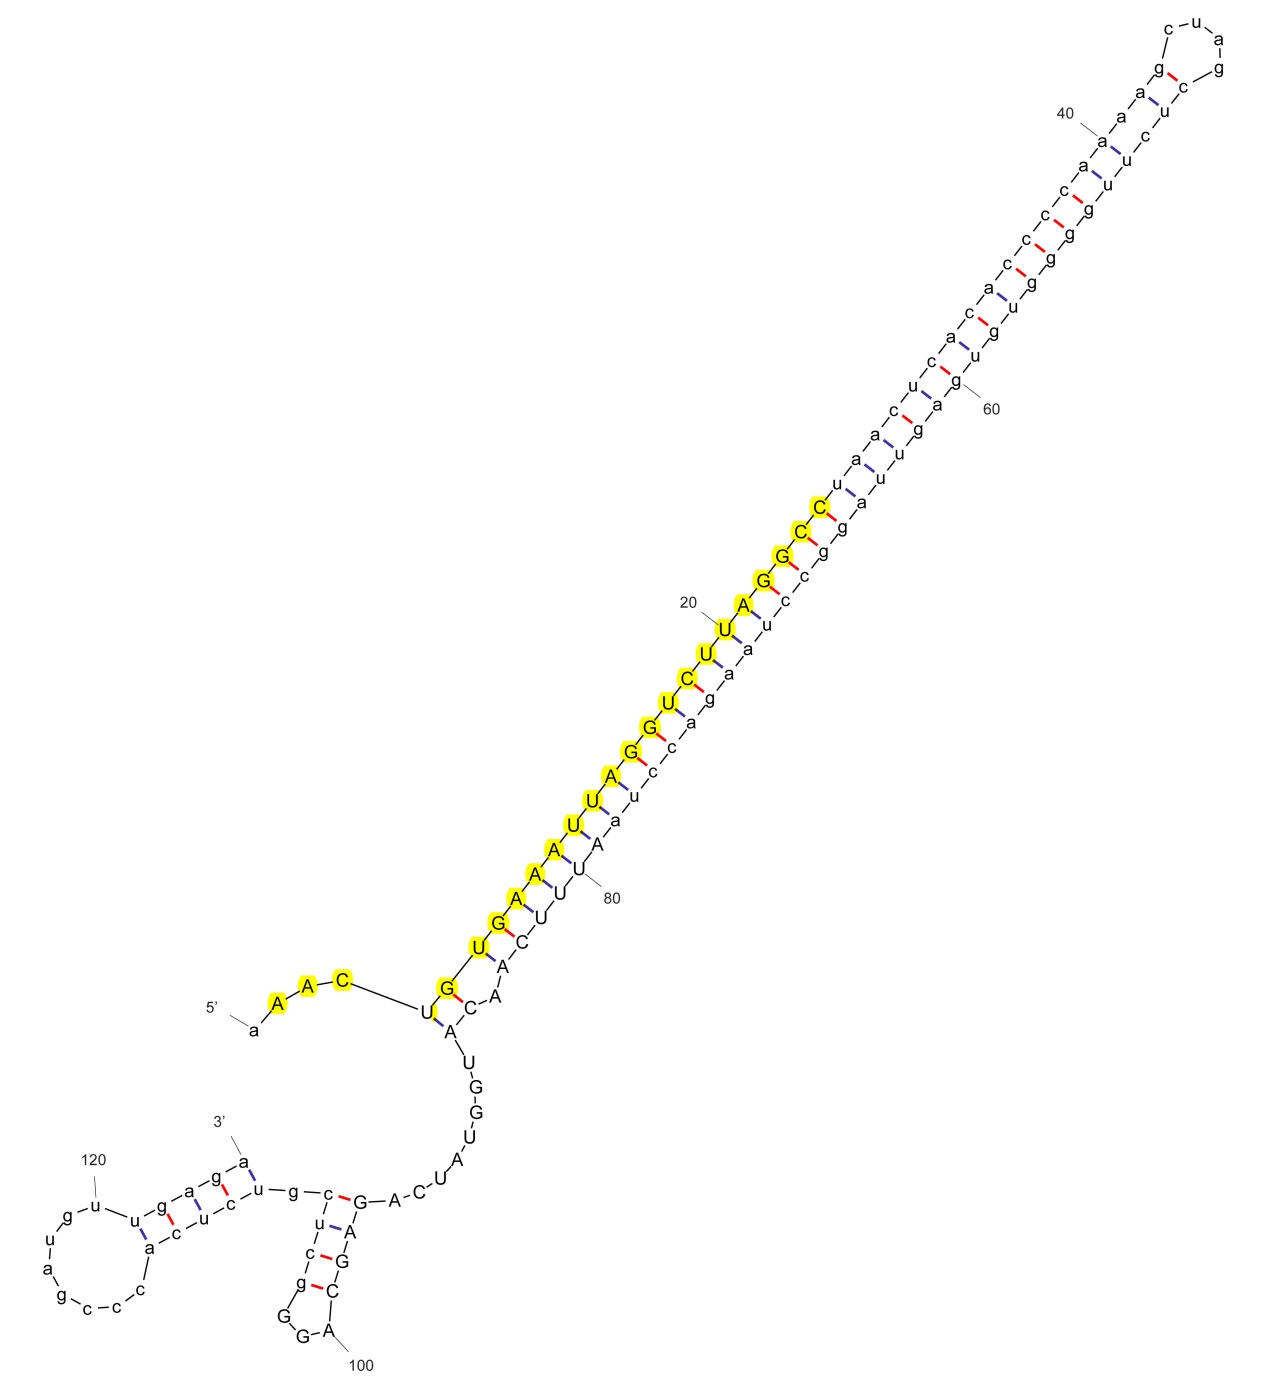

PC-30-5p

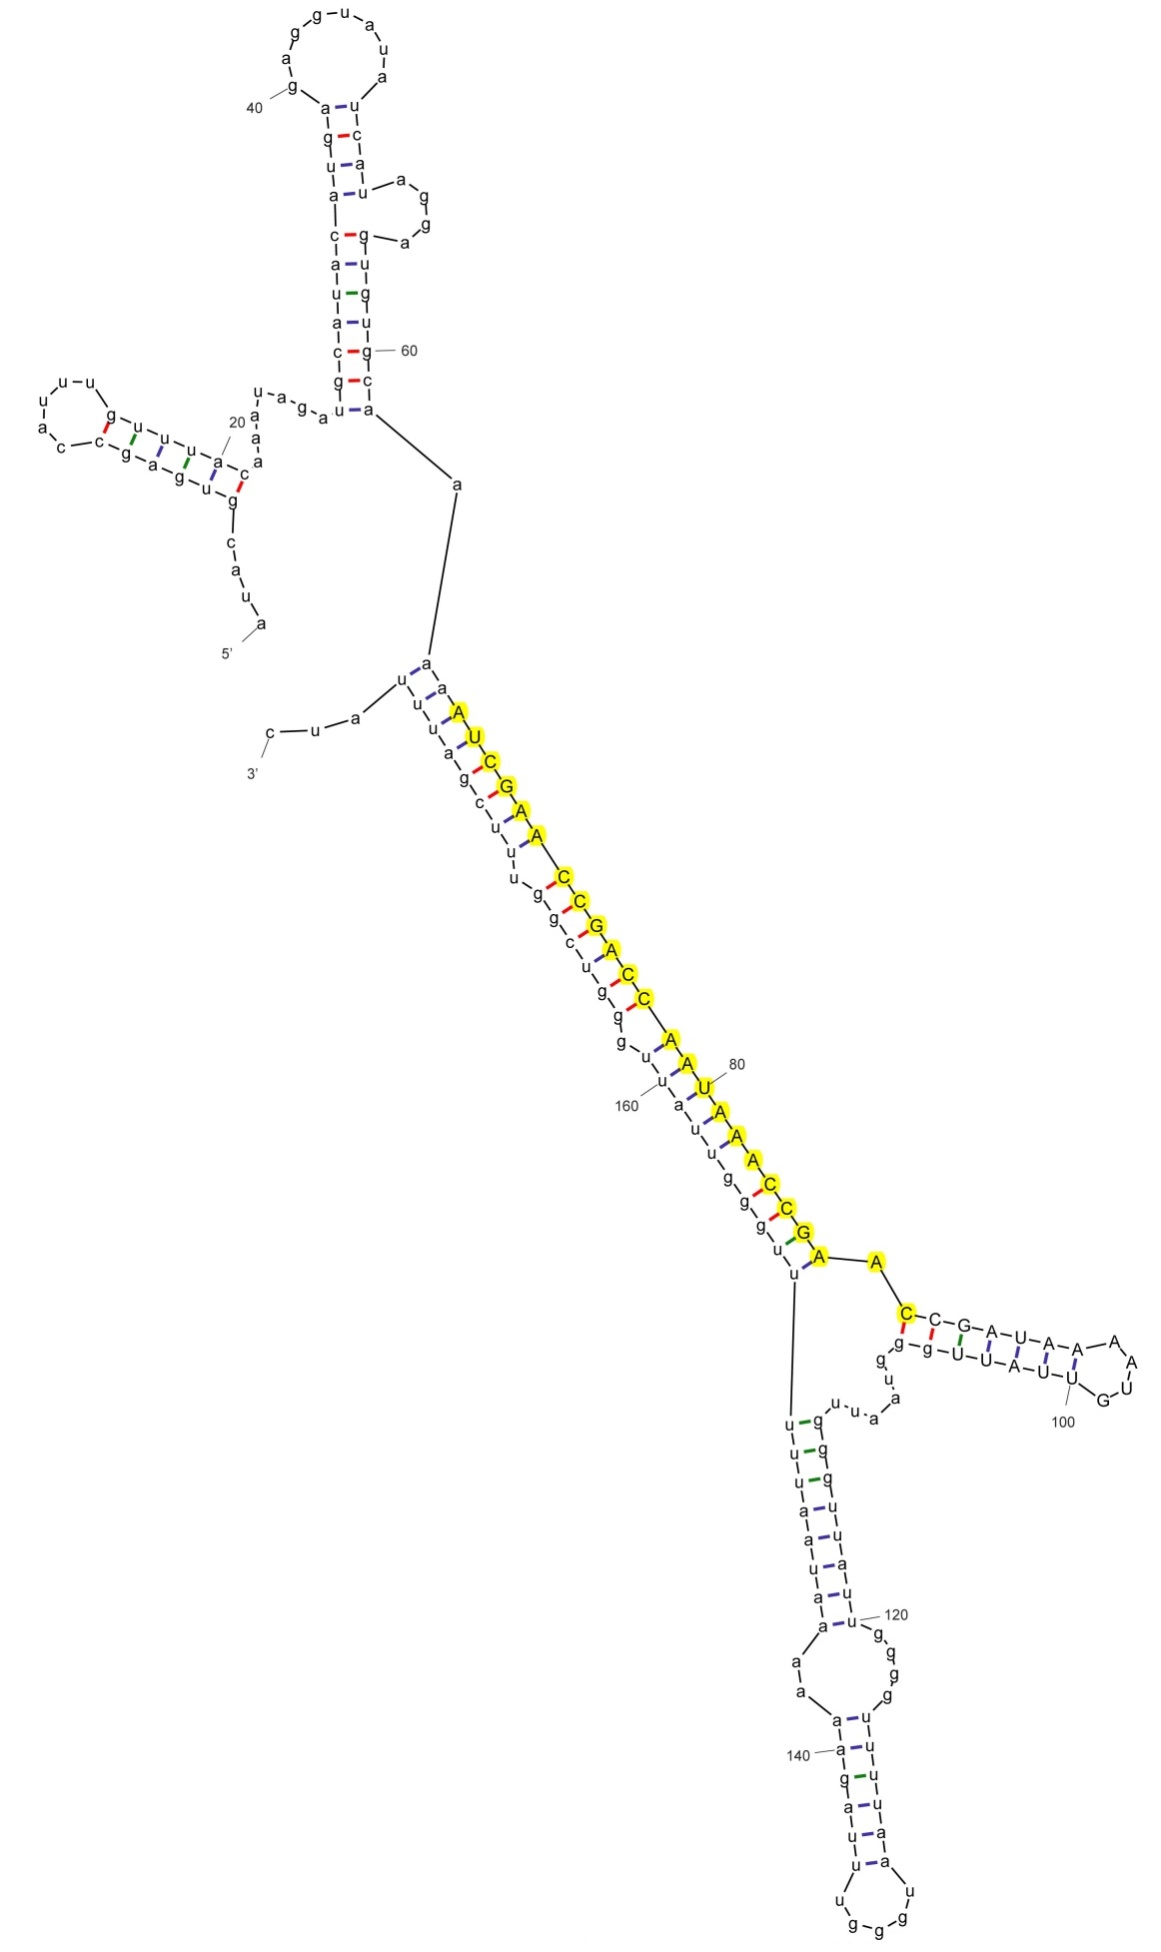

PC-31-5p

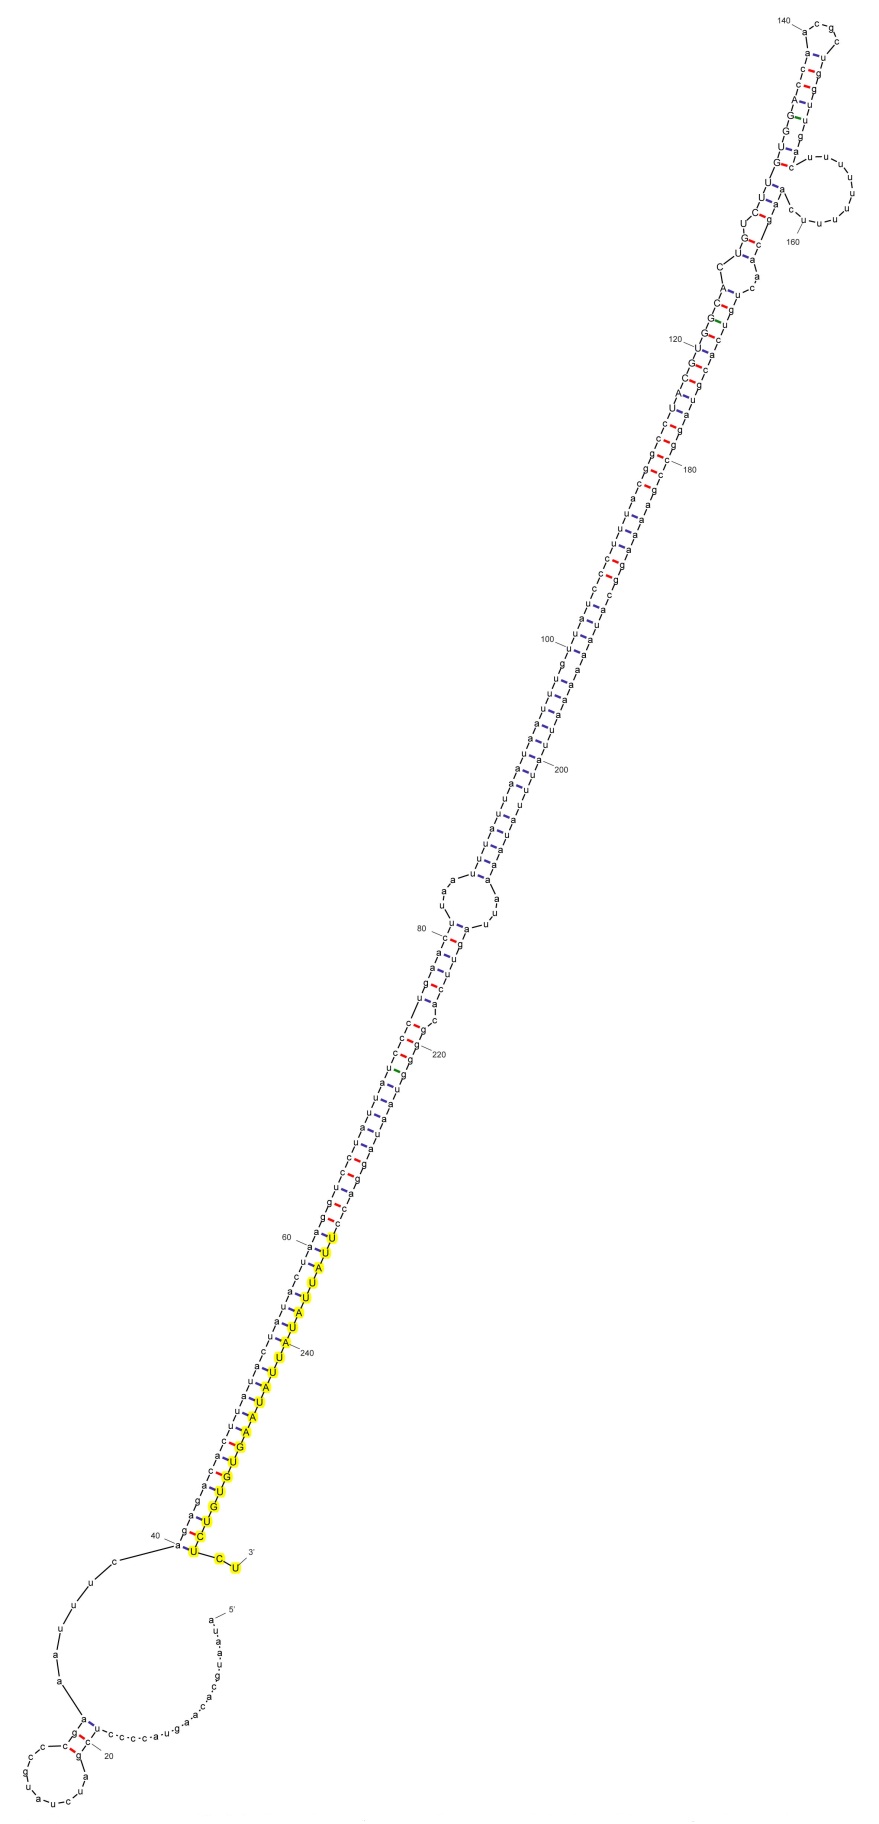

PC-32-3p

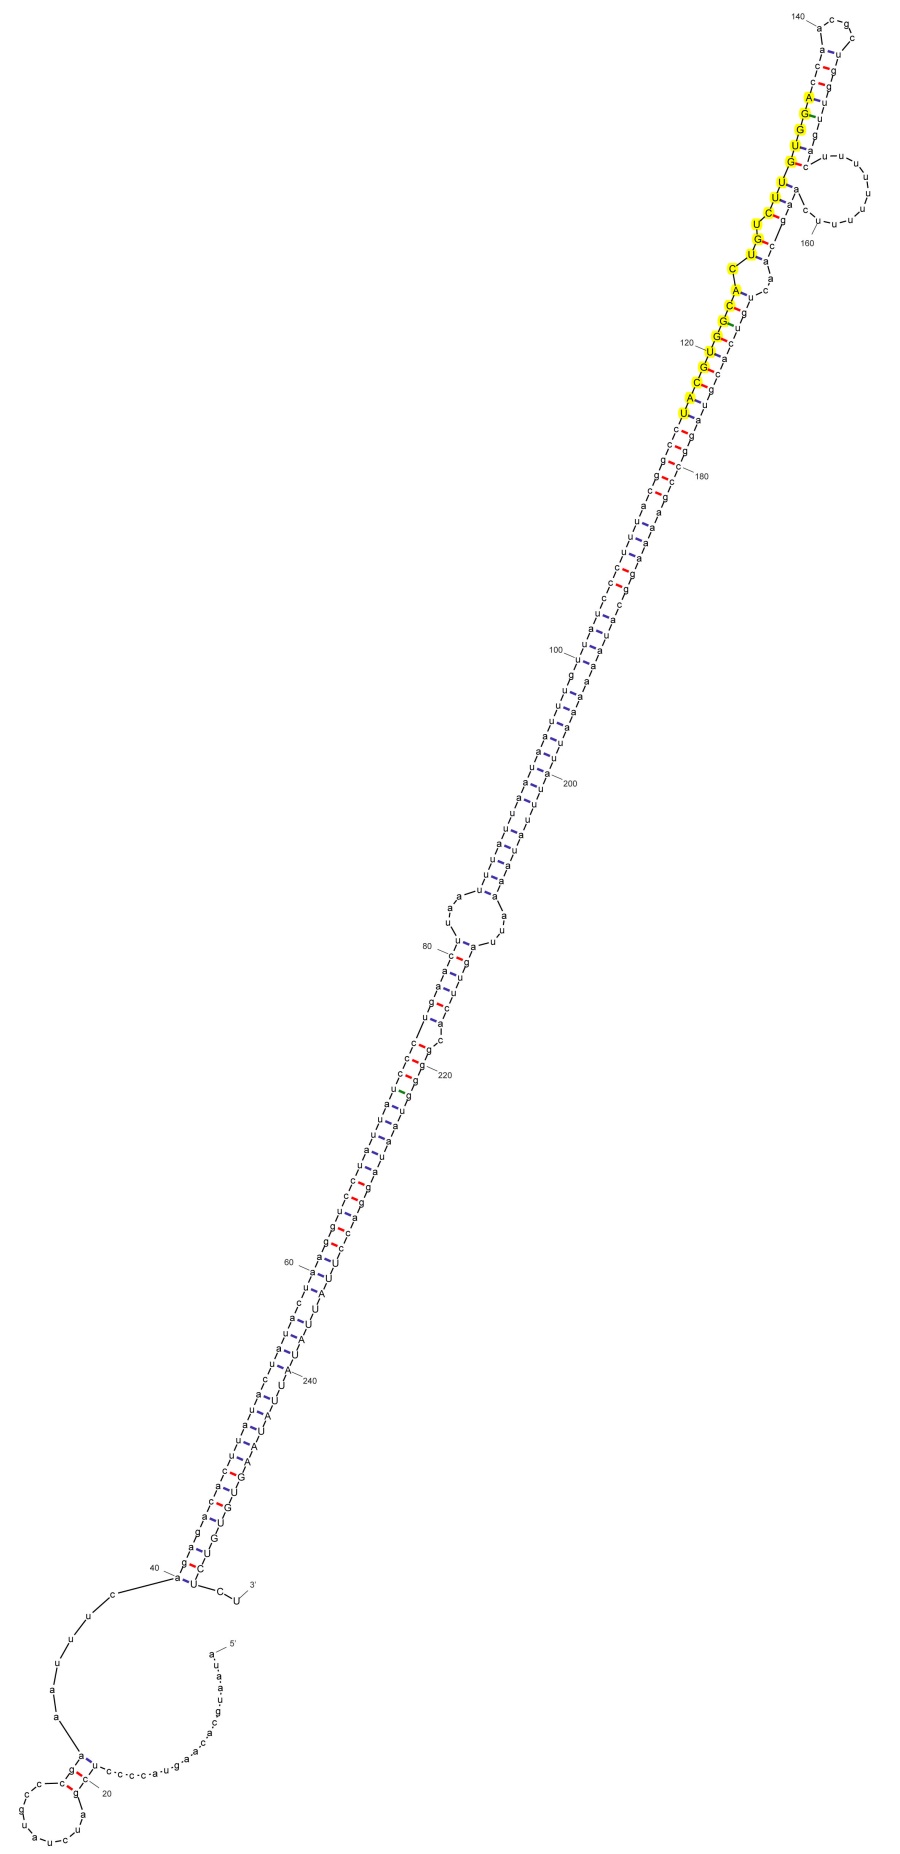

PC-32-5p

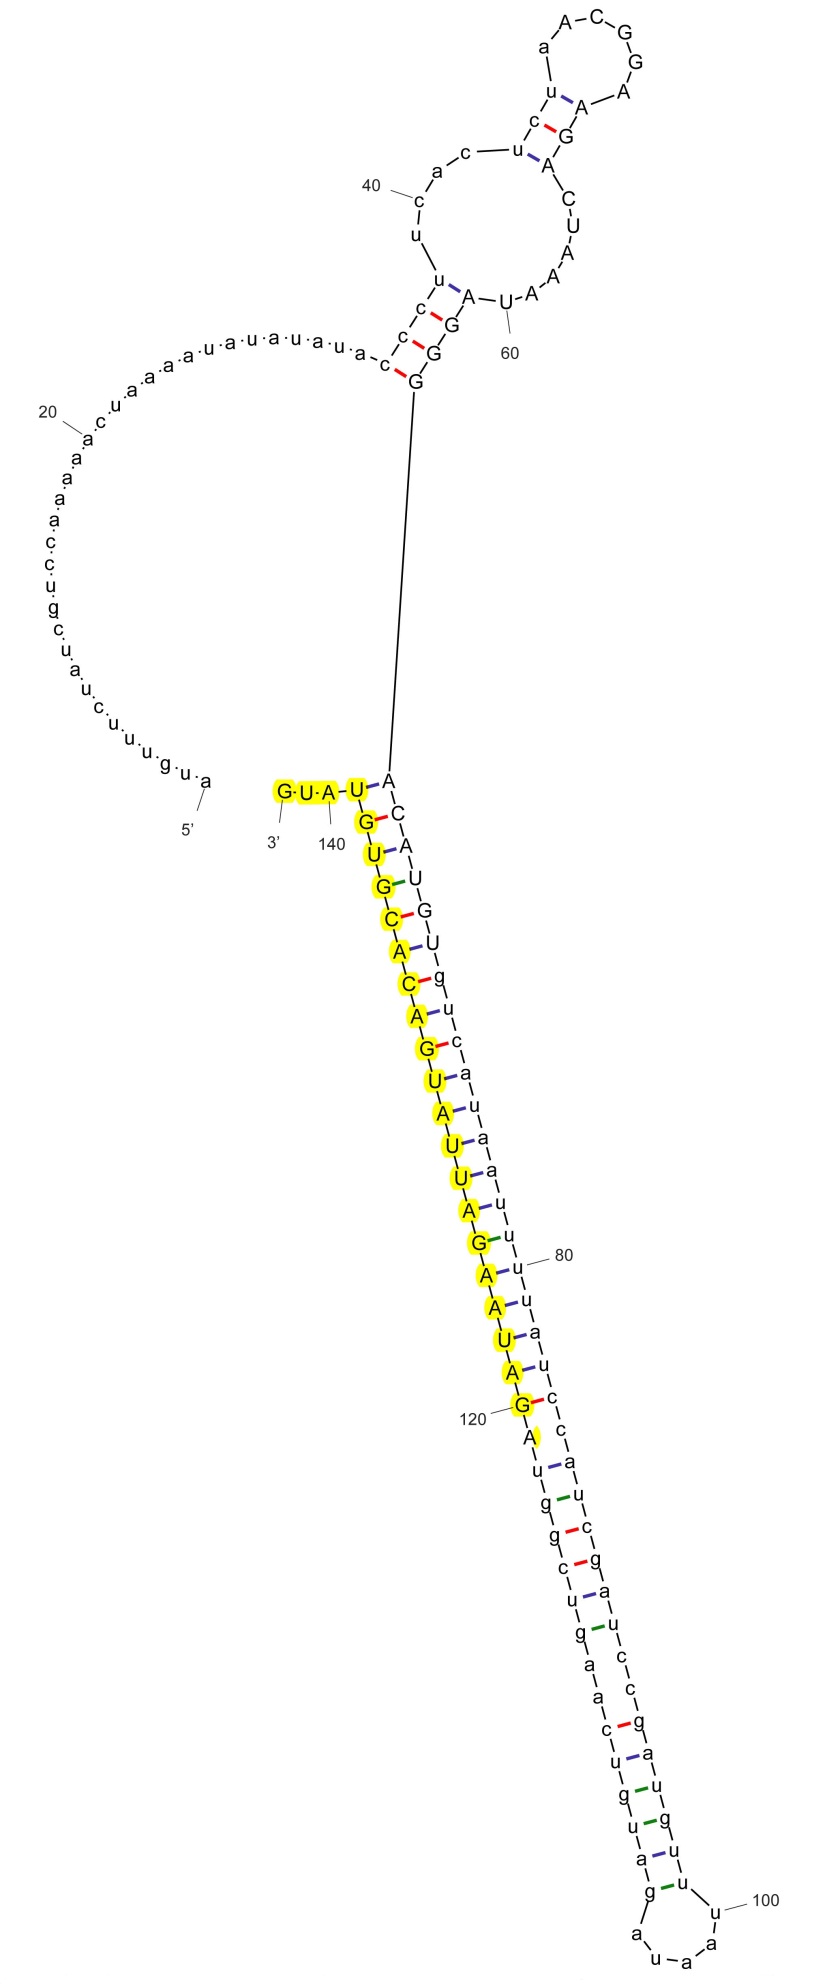

PC-33-3p

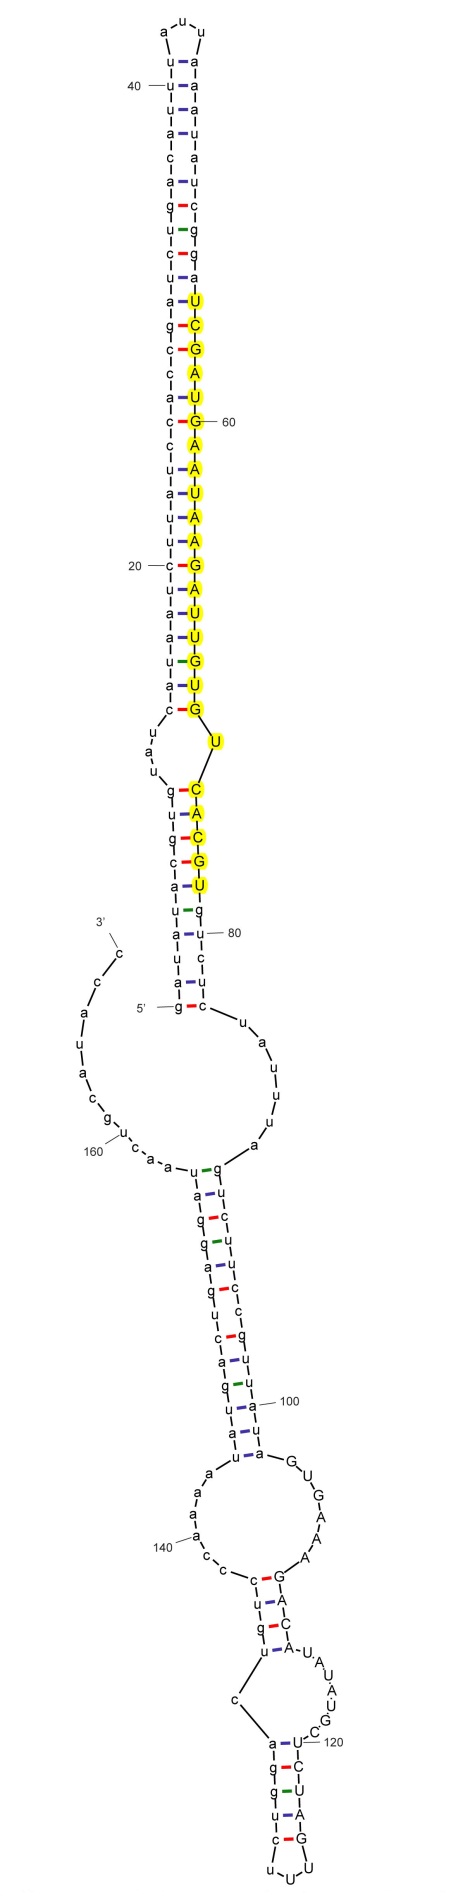

PC-34-5p

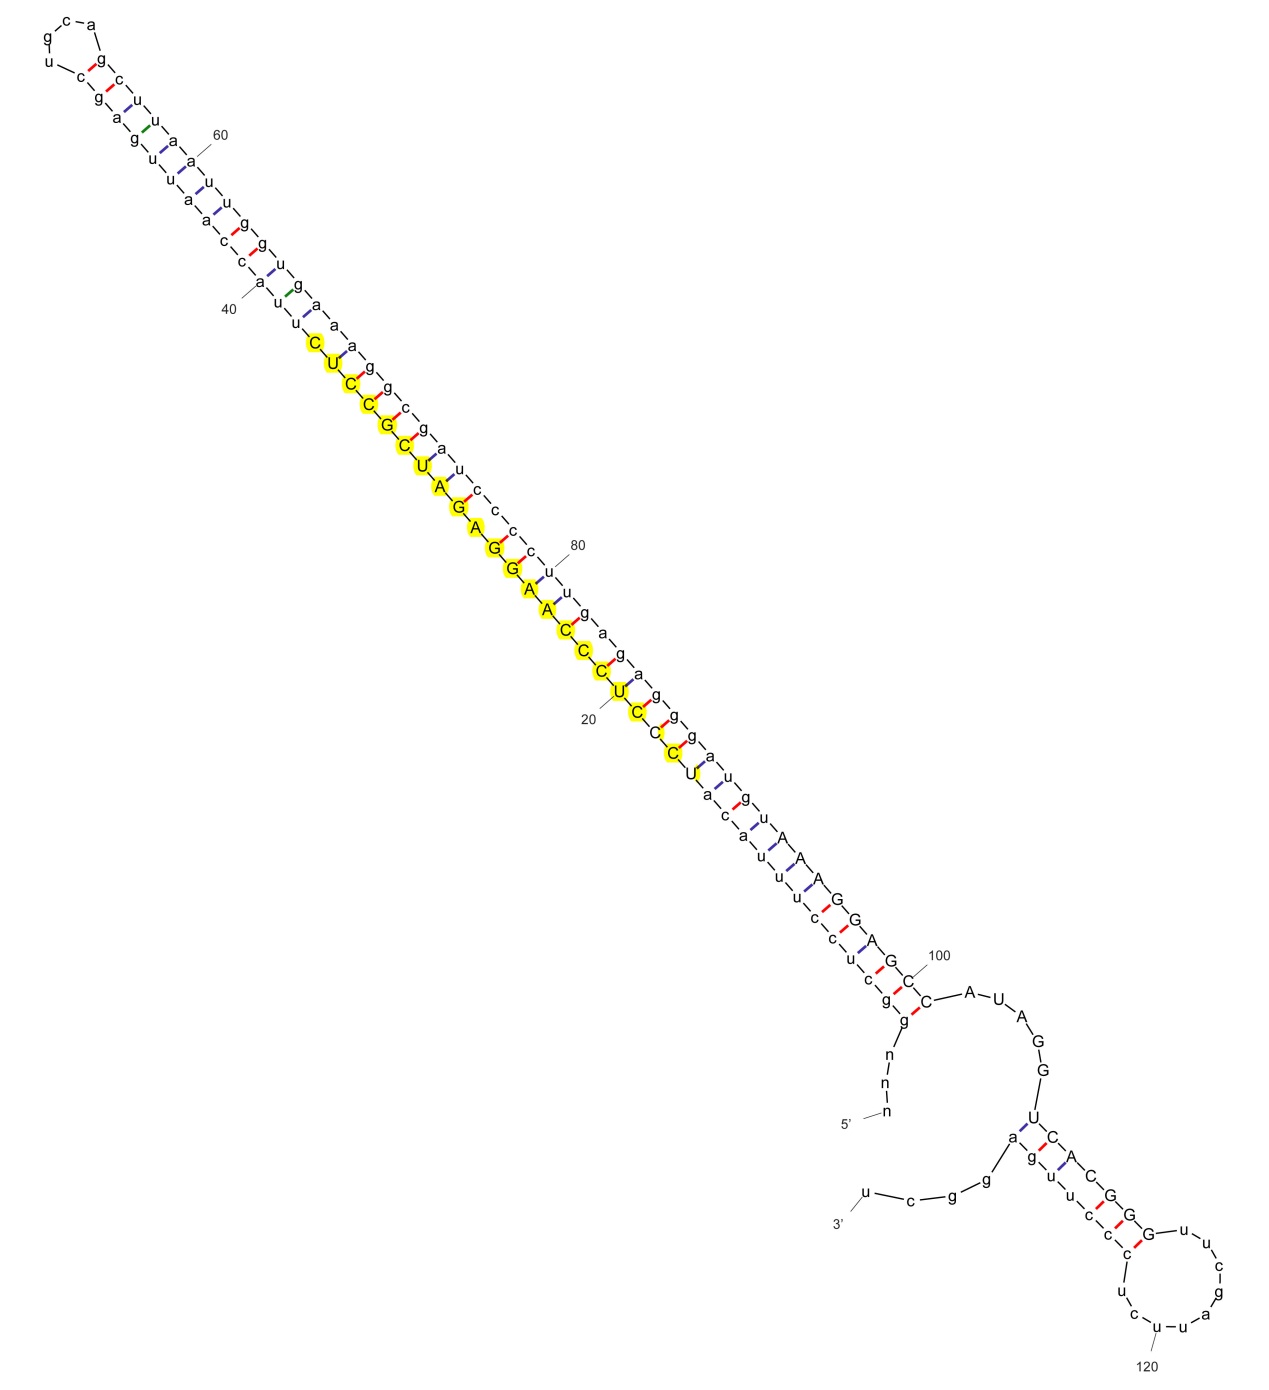

PC-35-5p

PC-36-5p

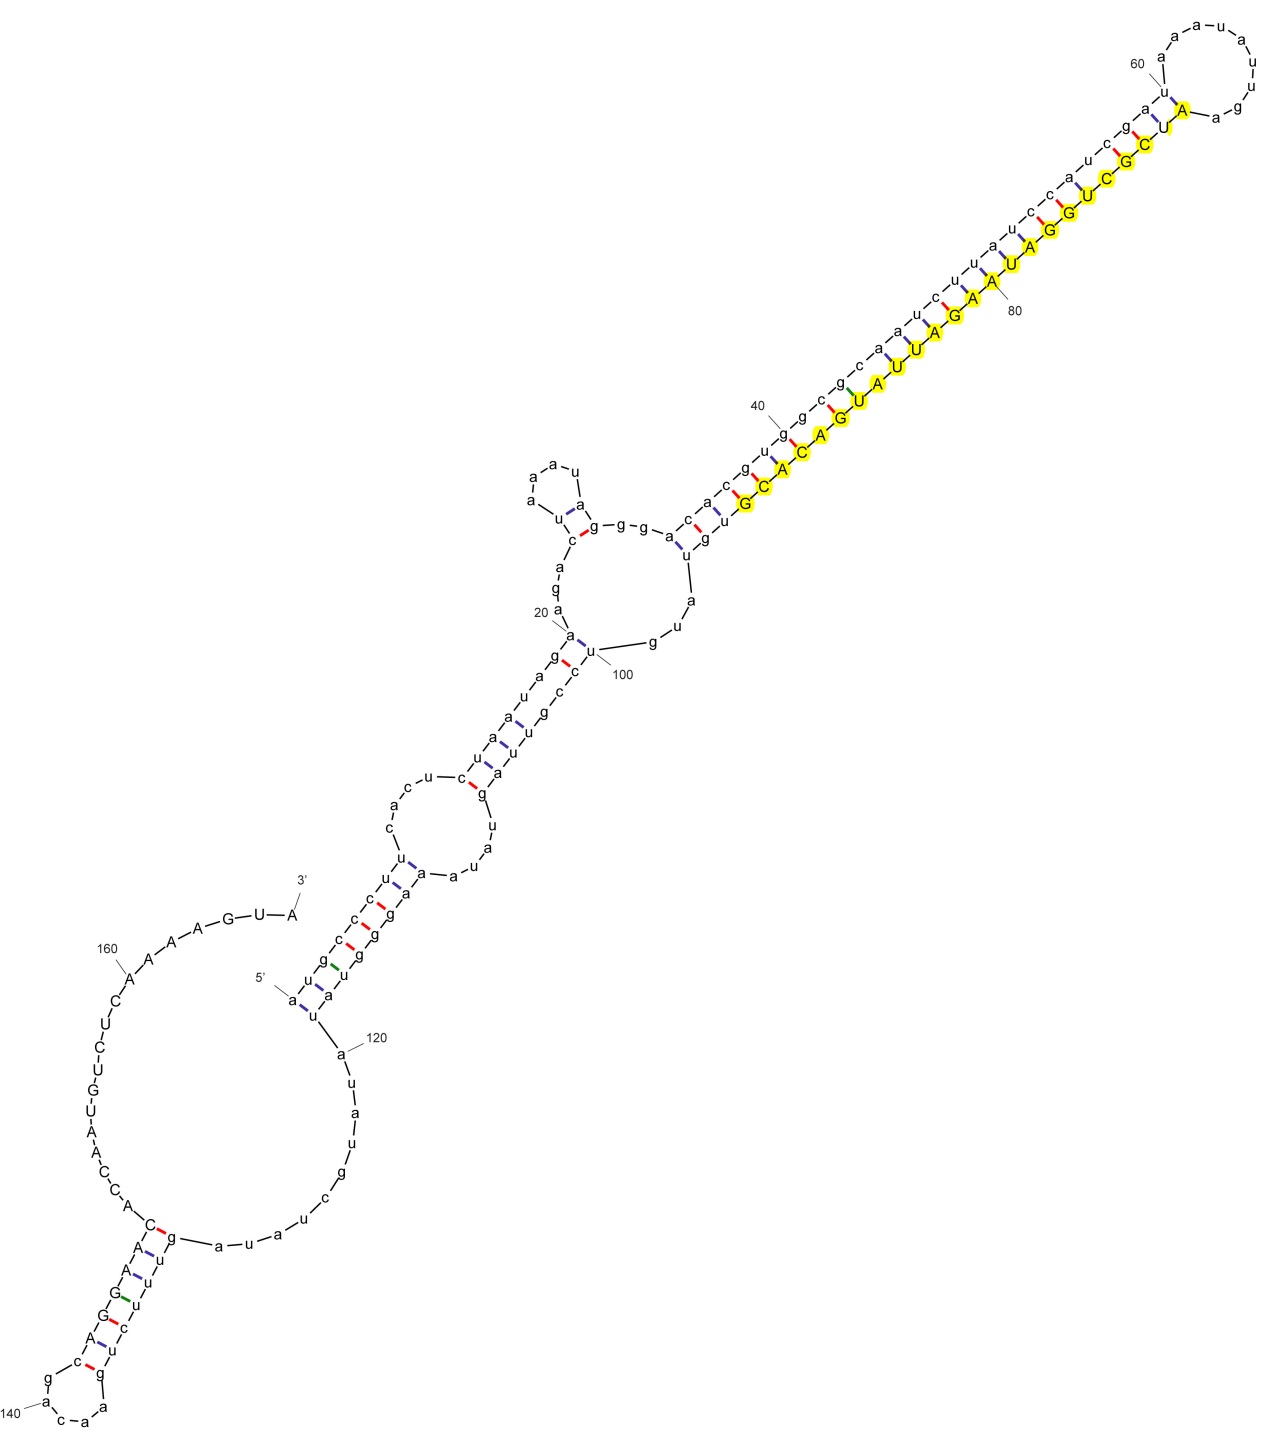

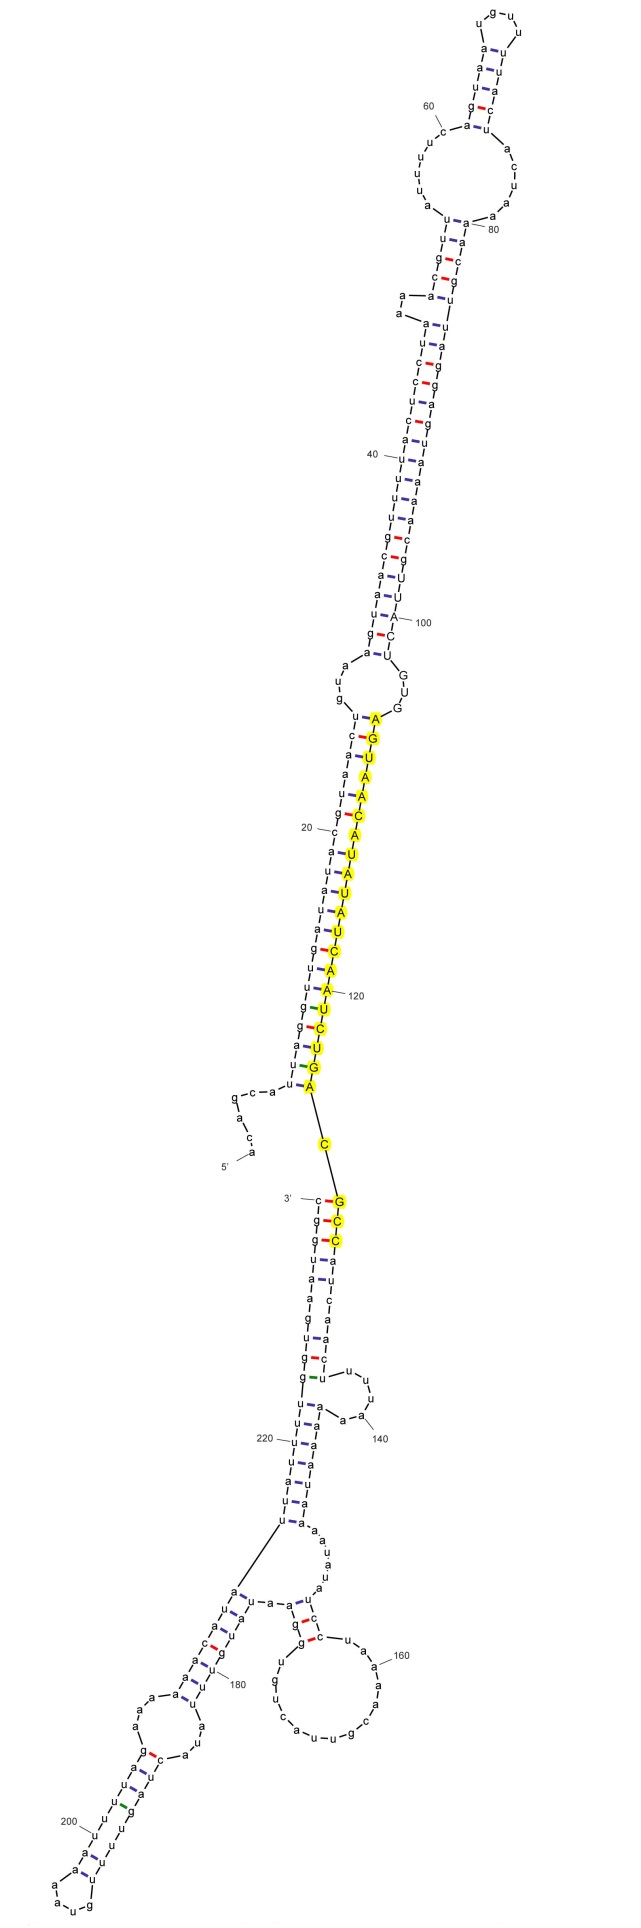

PC-37-3p

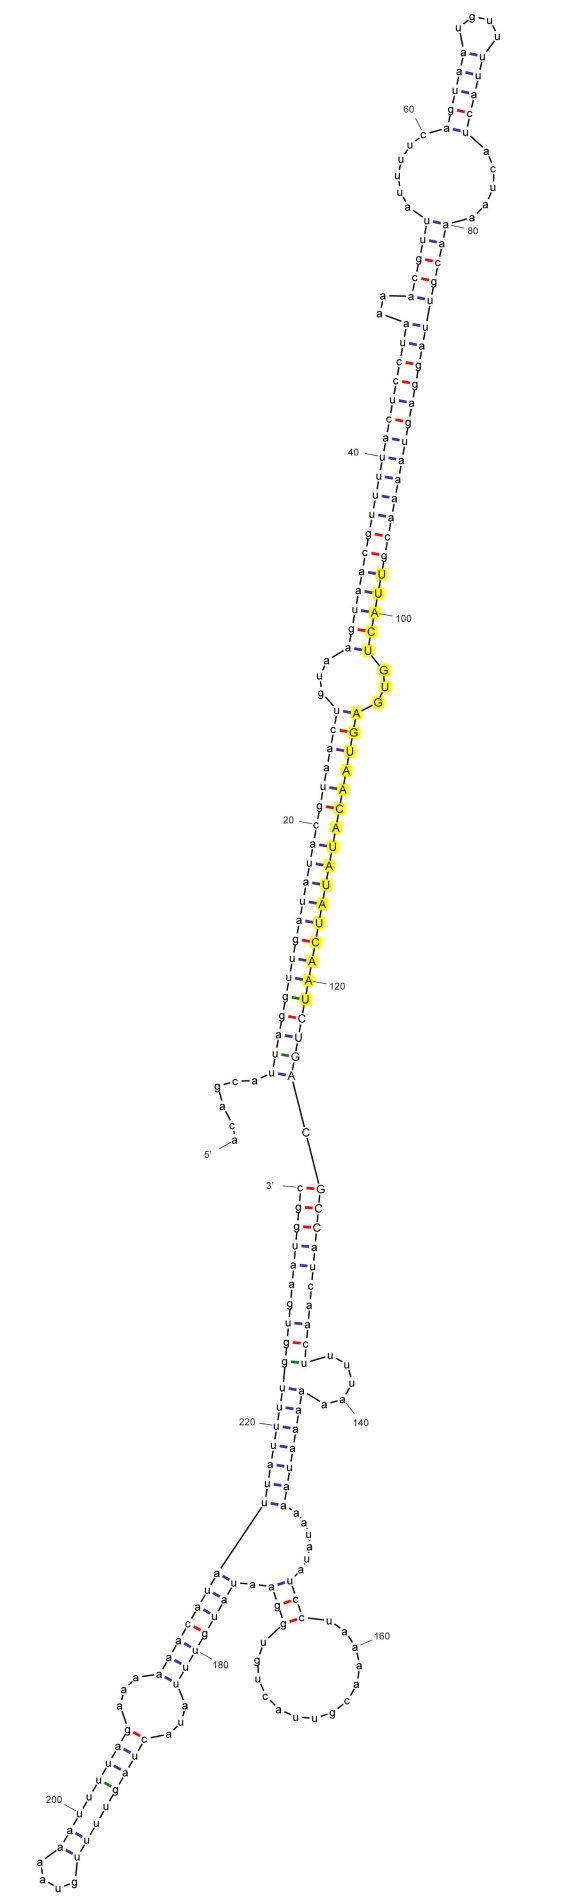

PC-37-5p

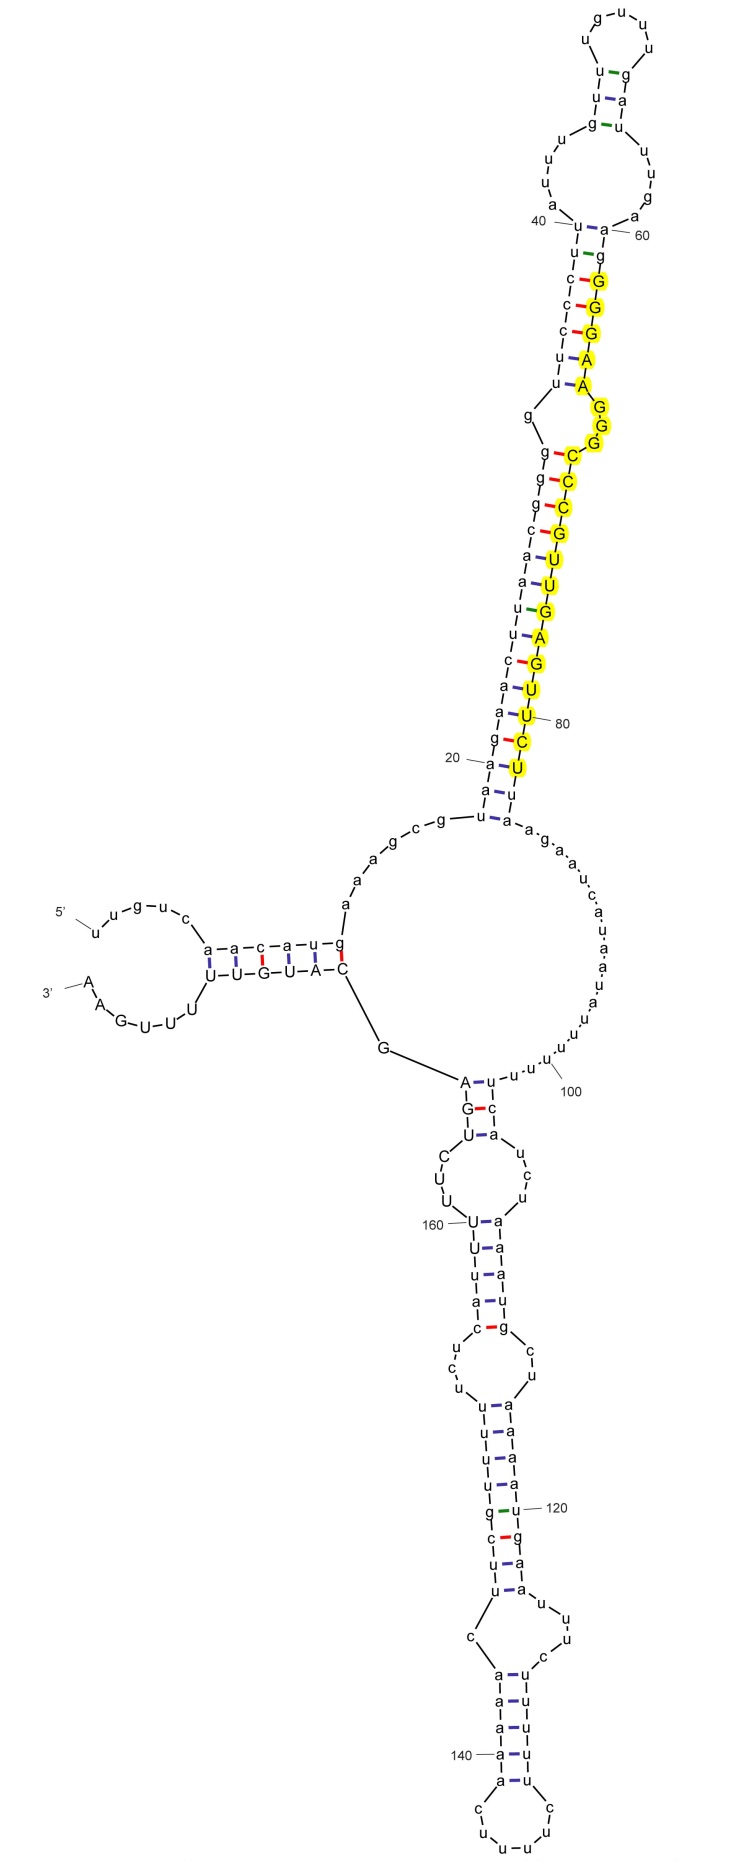

PC-38-5p

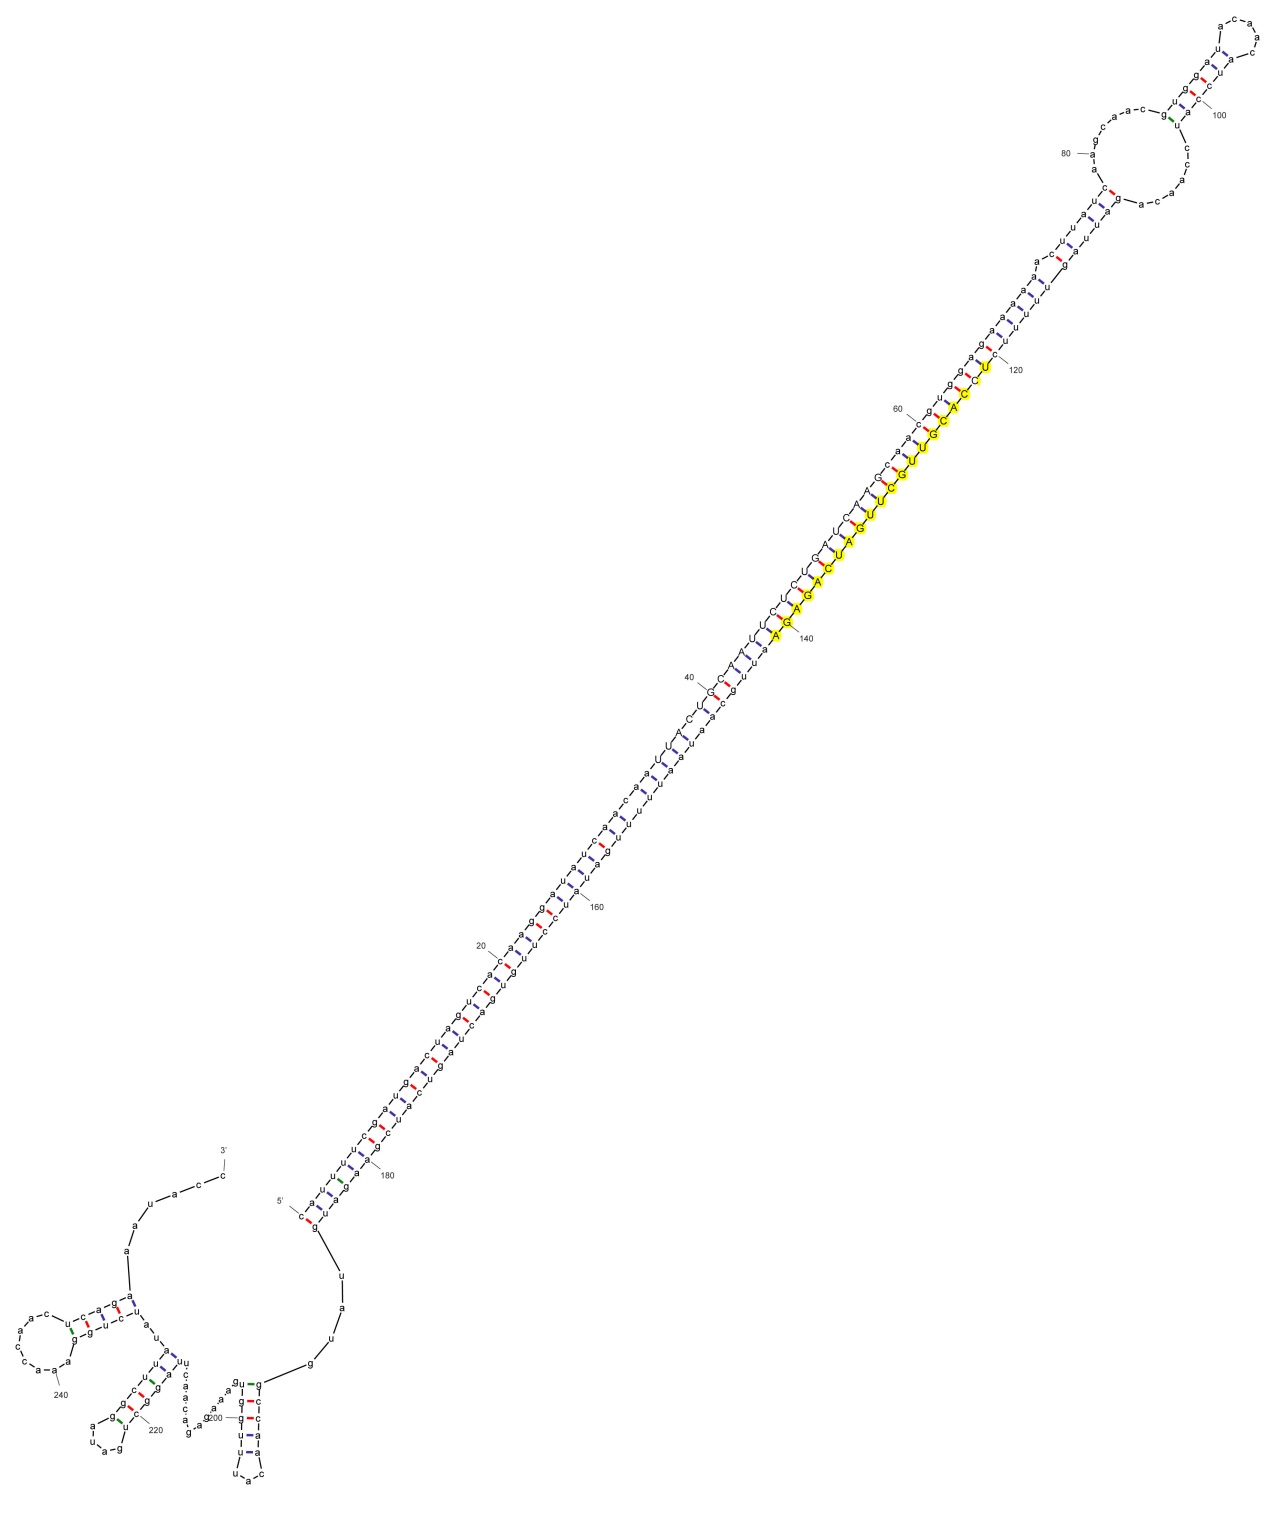

PC-39-3p

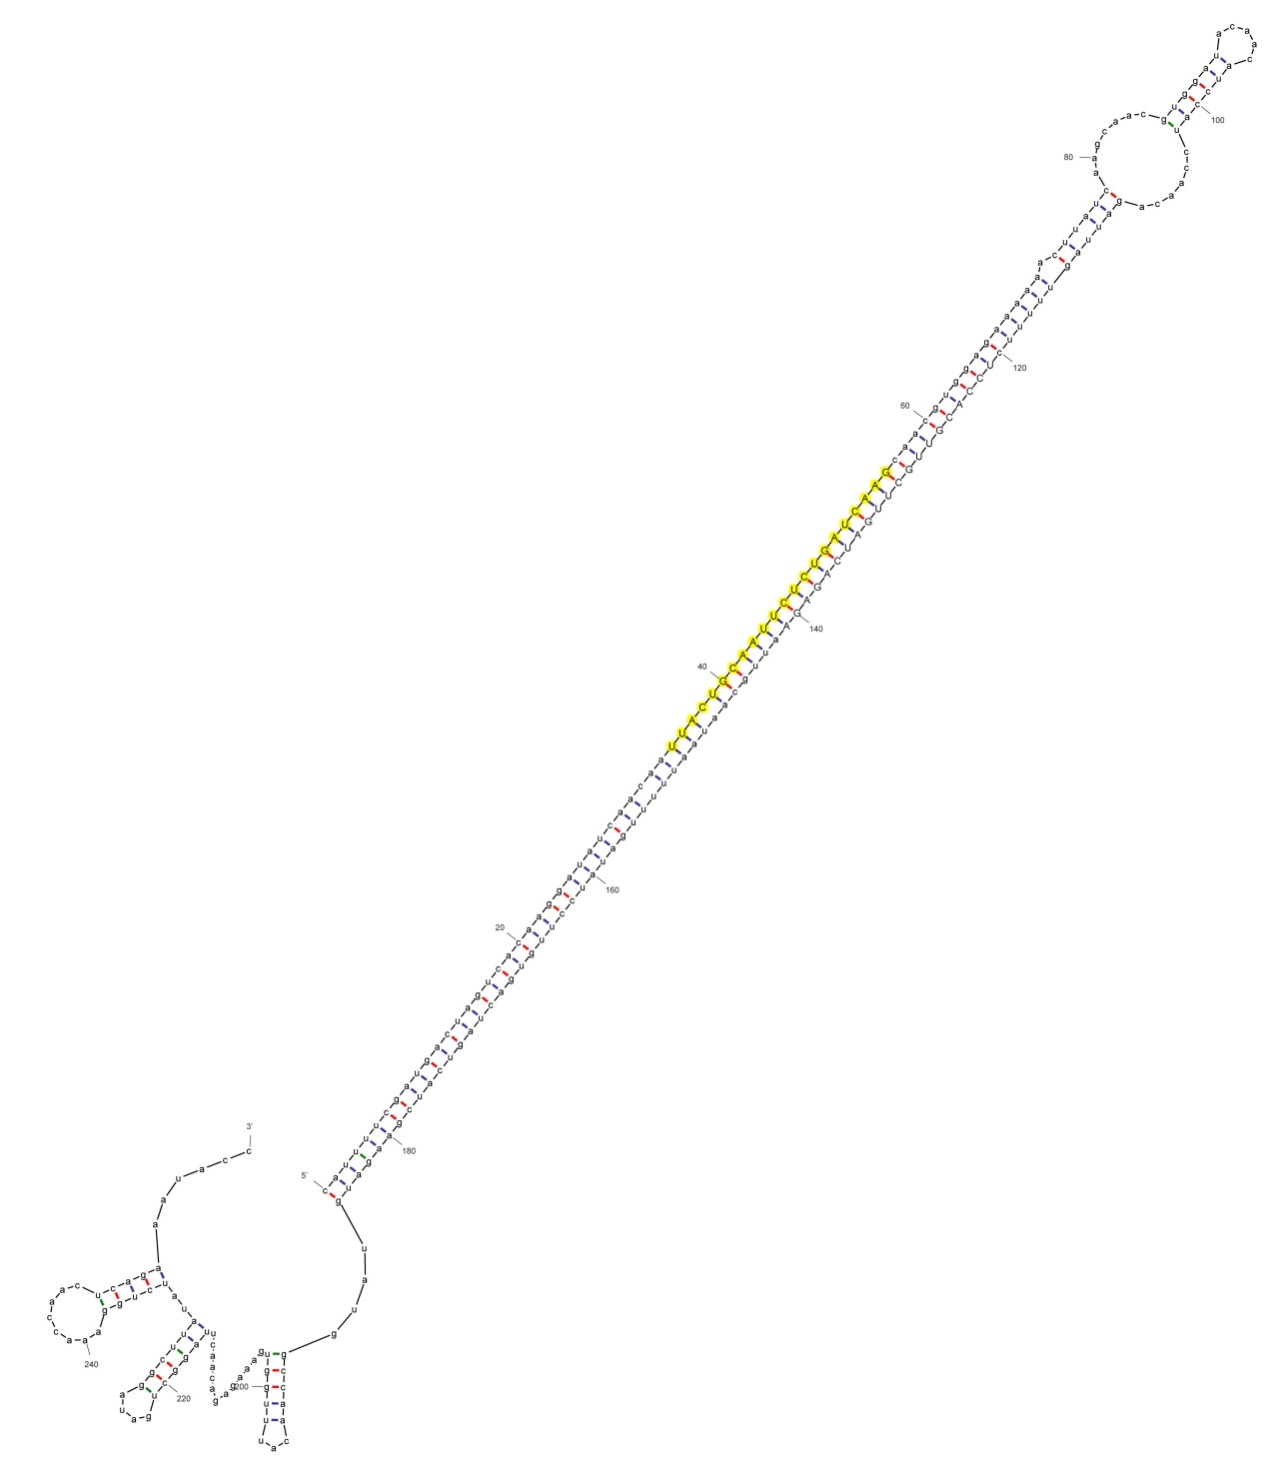

PC-39-5p

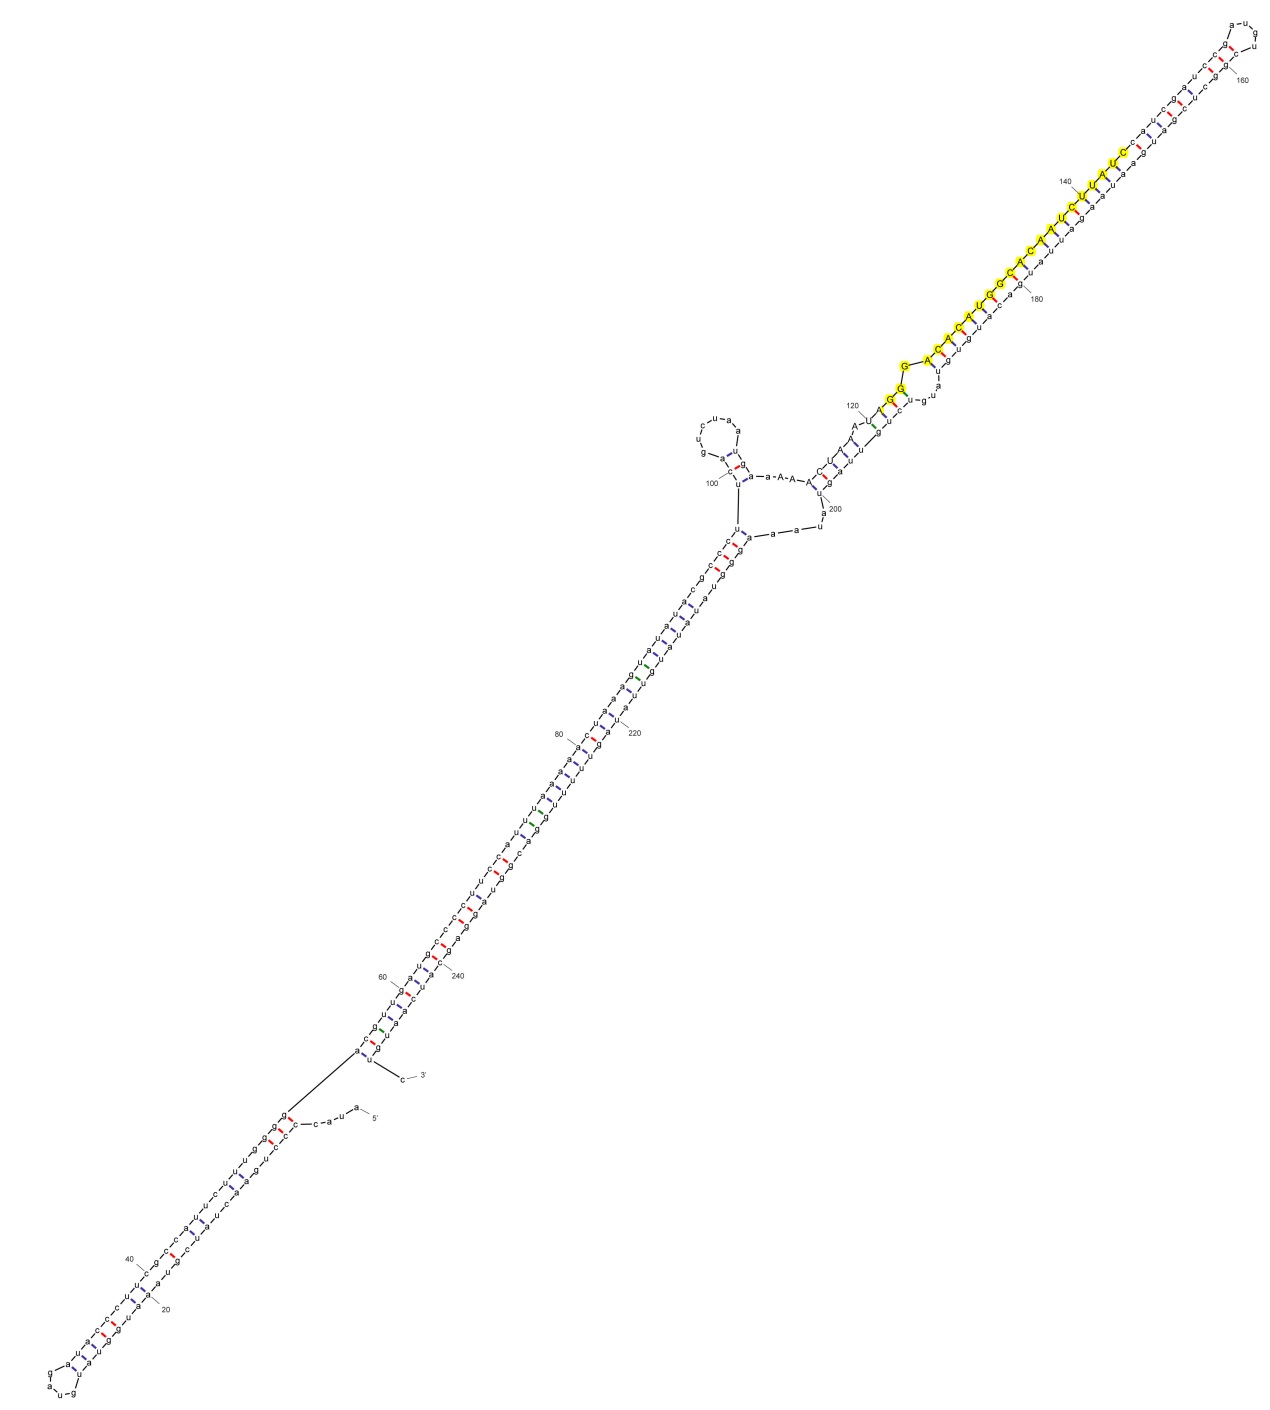

PC-40-3p

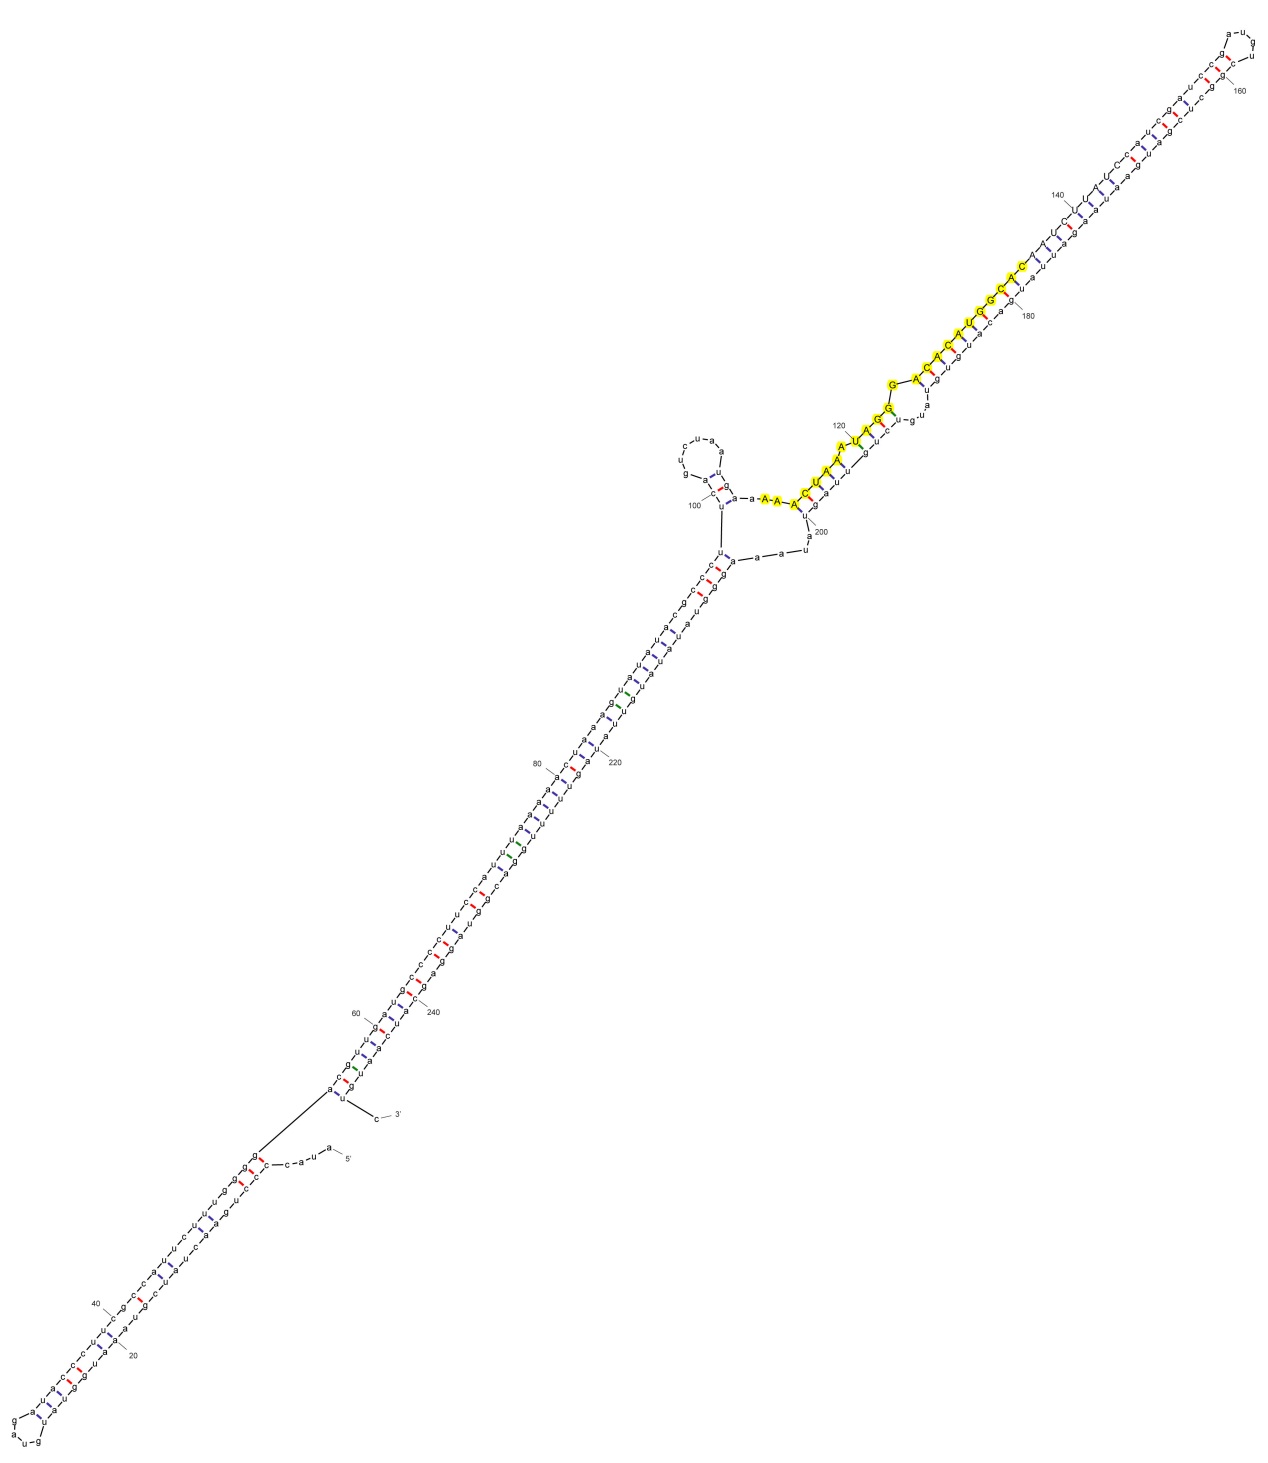

PC-40-5p

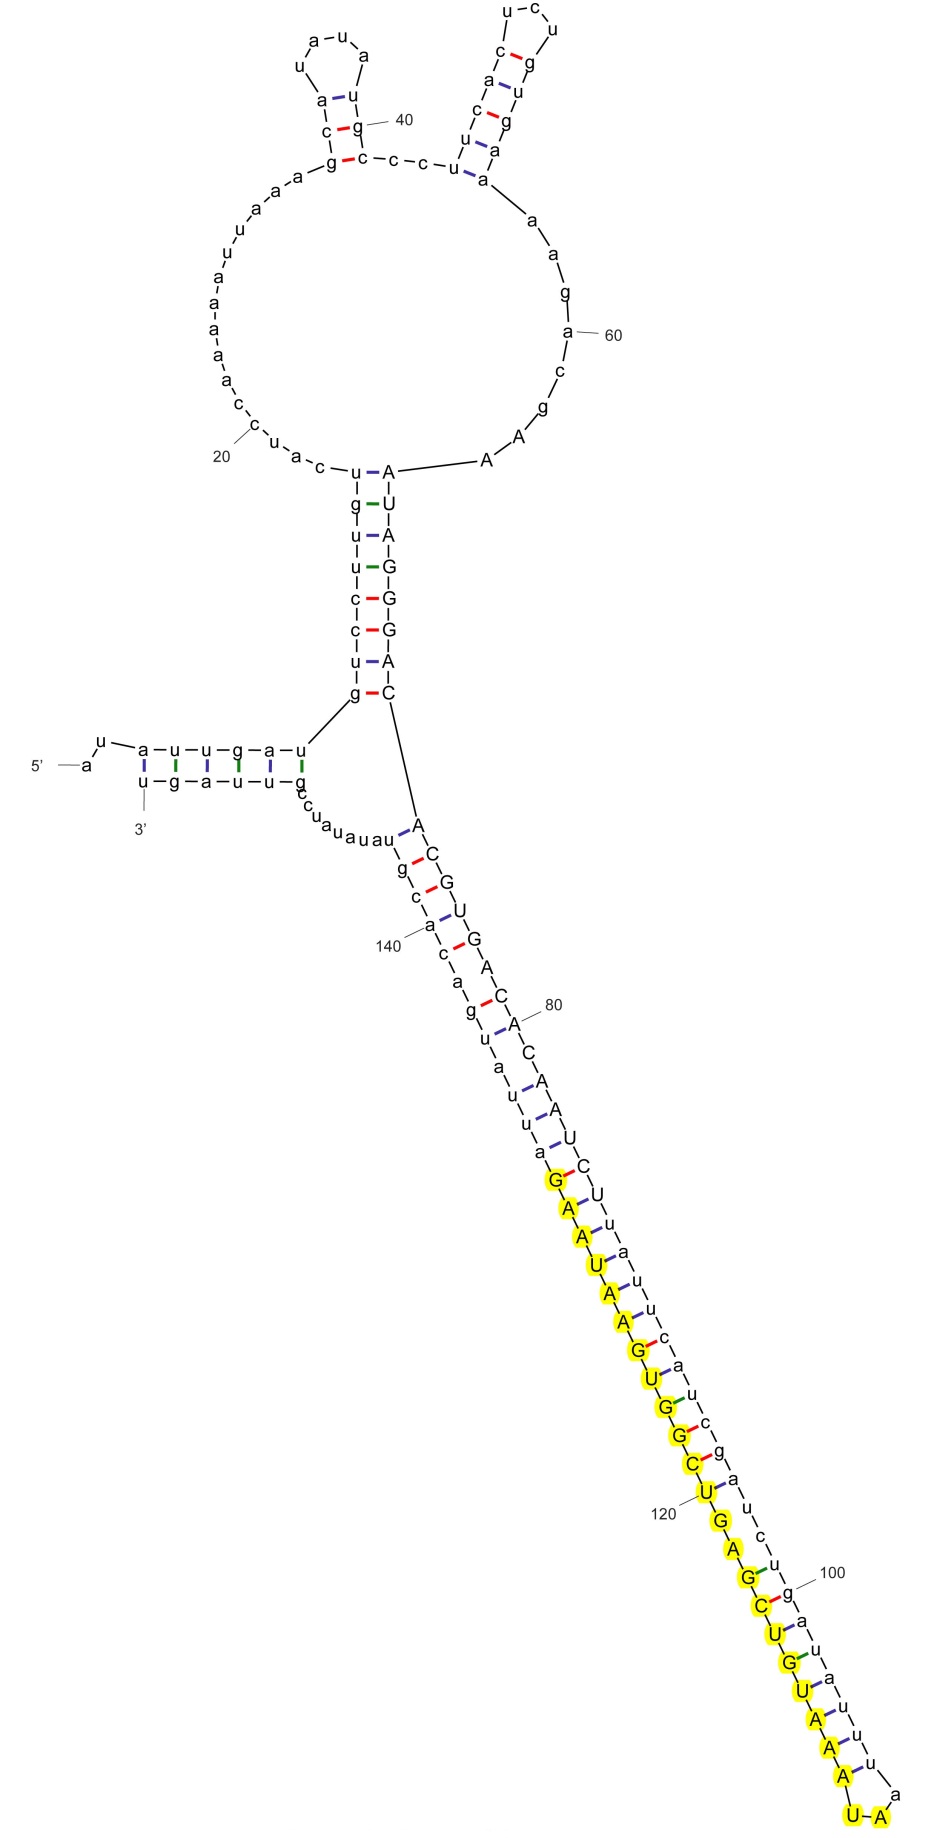

PC-41-3p

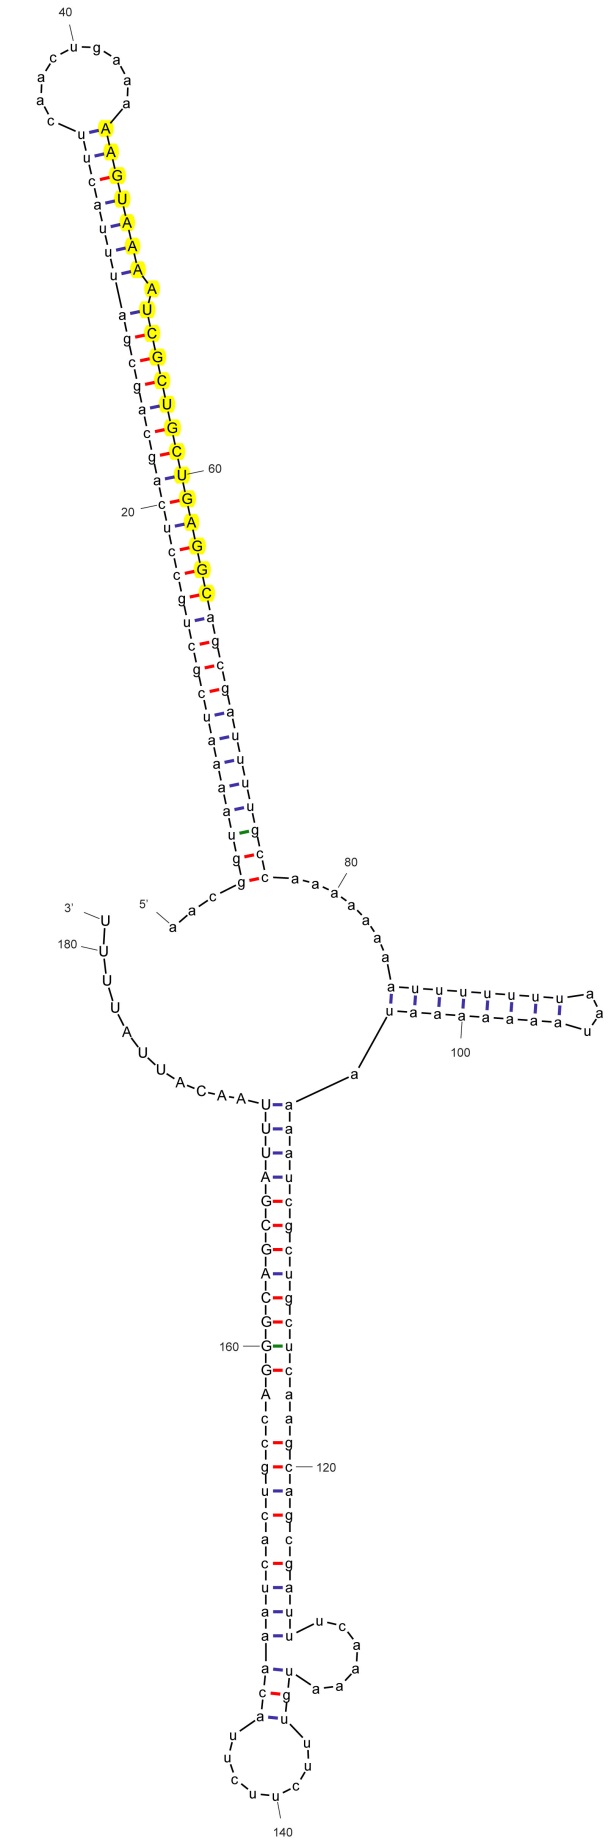

PC-42-5p

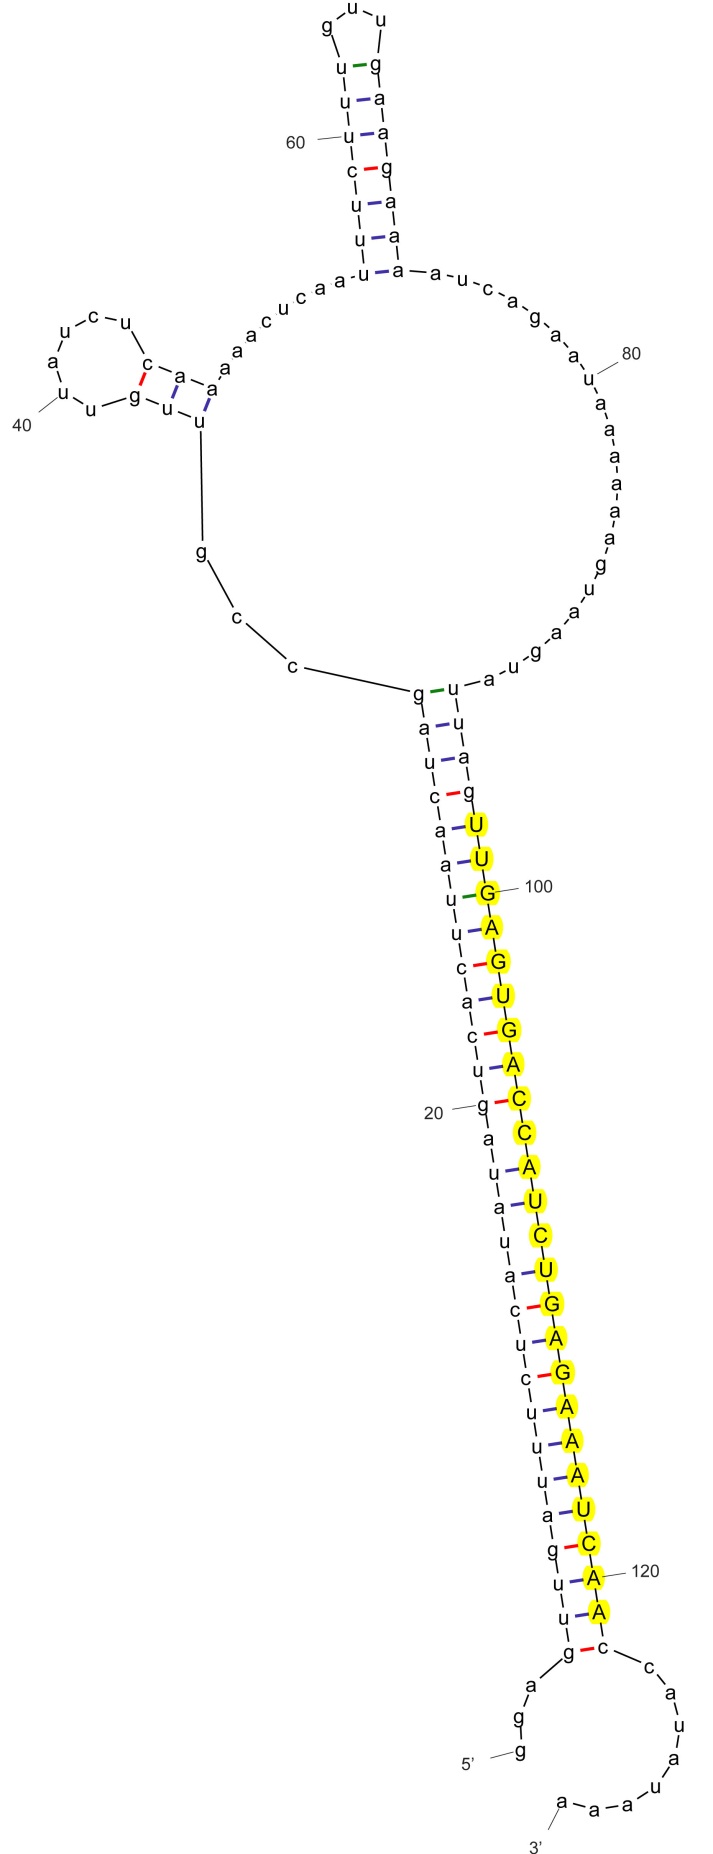

PC-43-3p

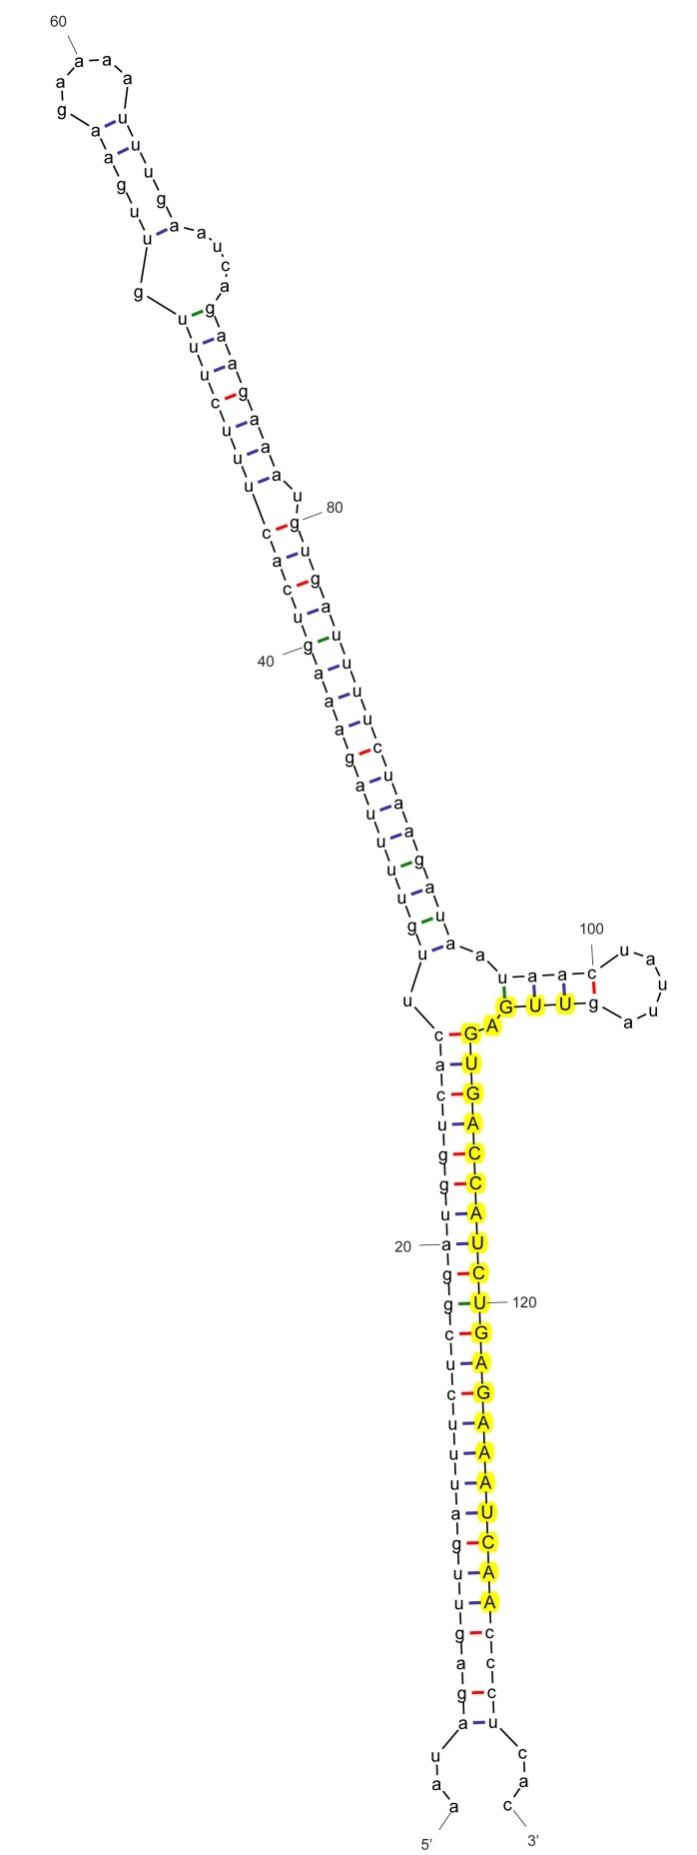

PC-44-3p

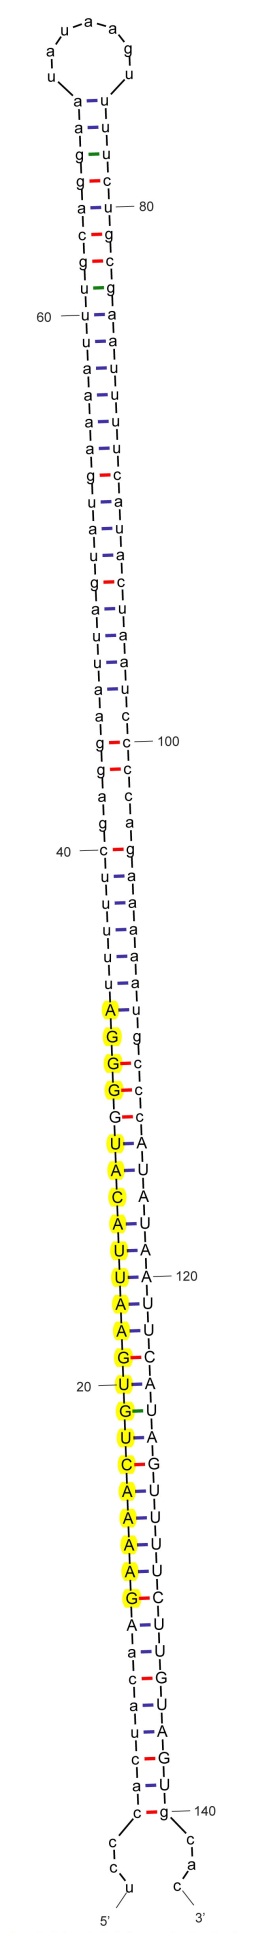

PC-45-5p

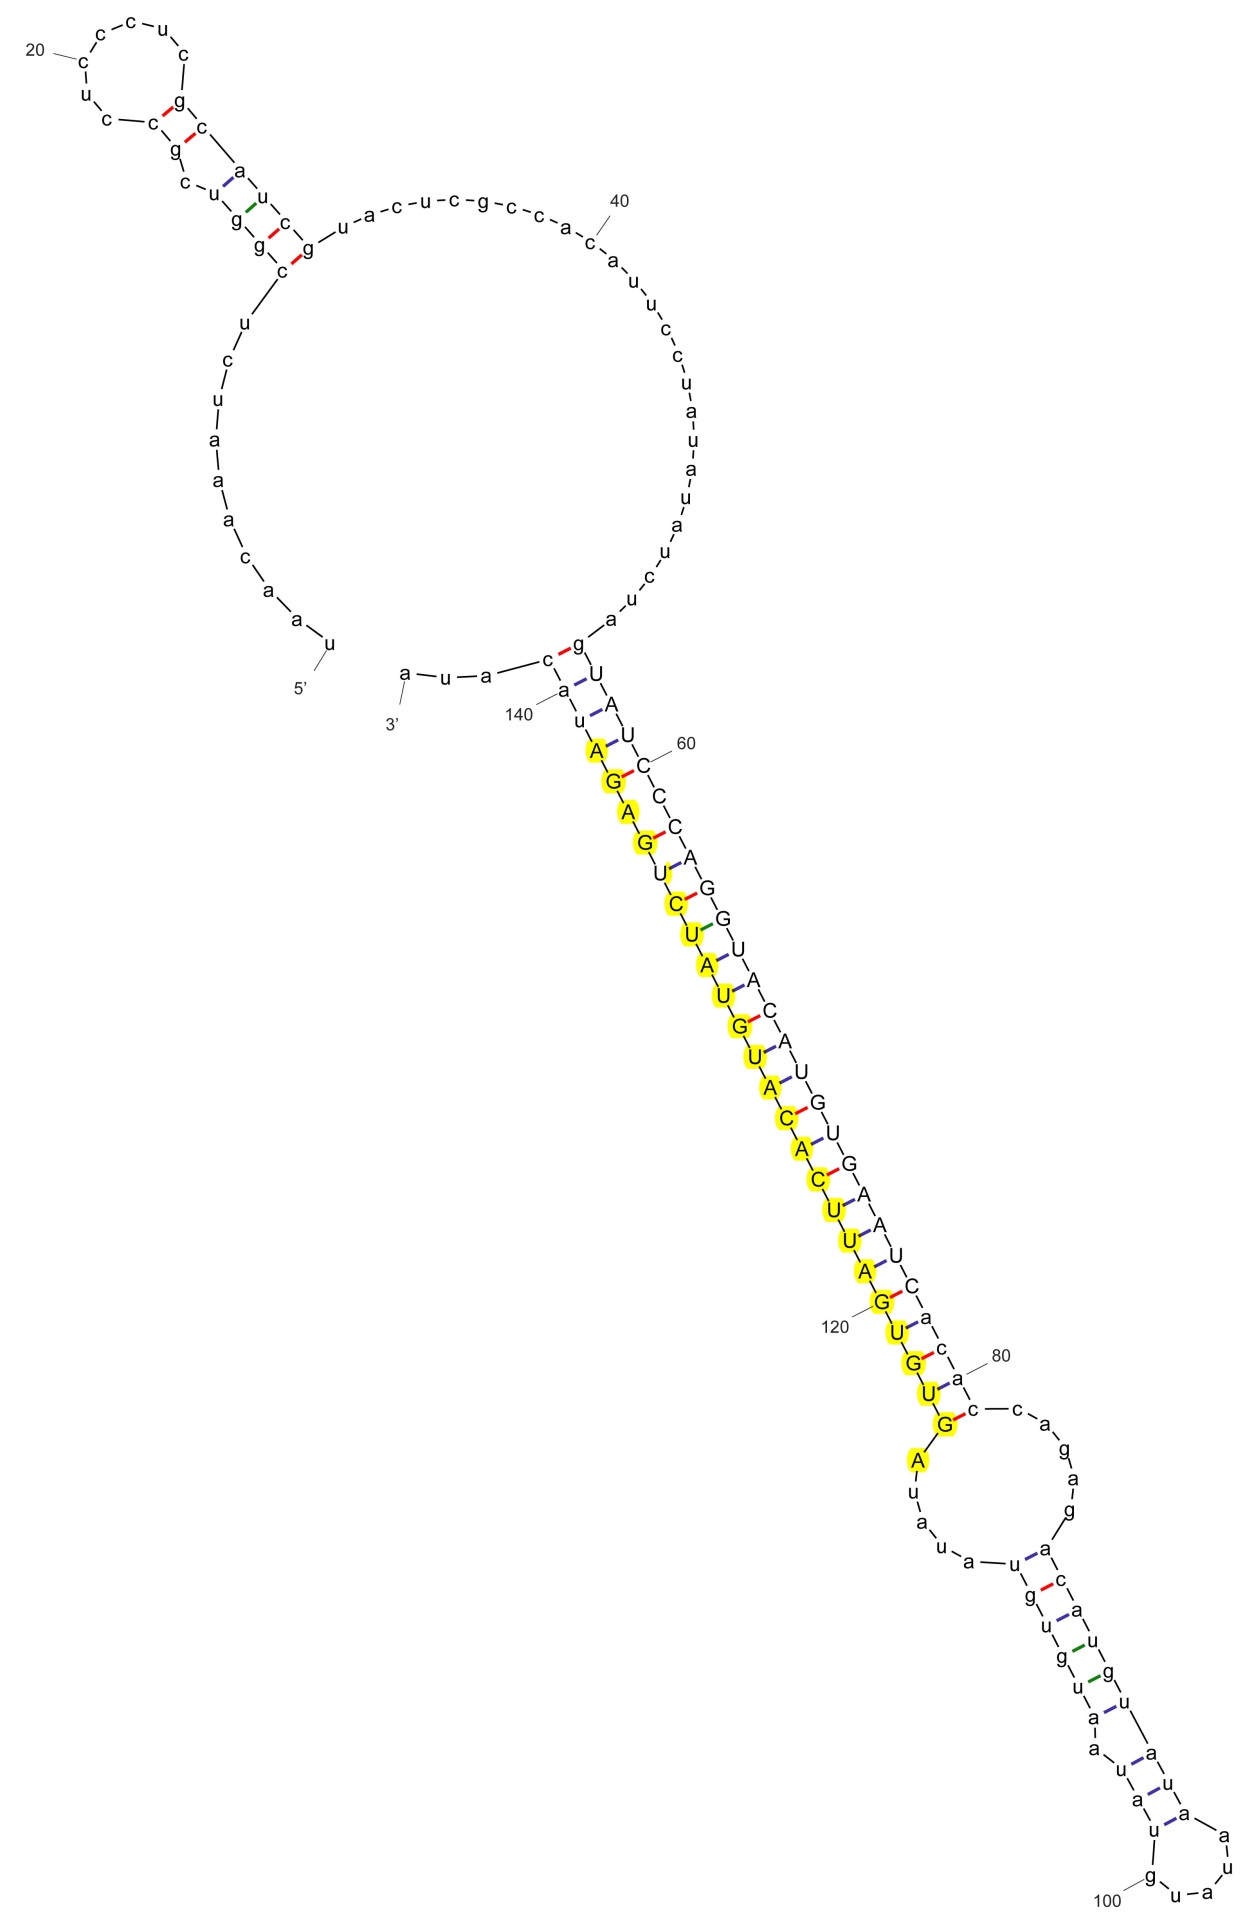

PC-46-3p

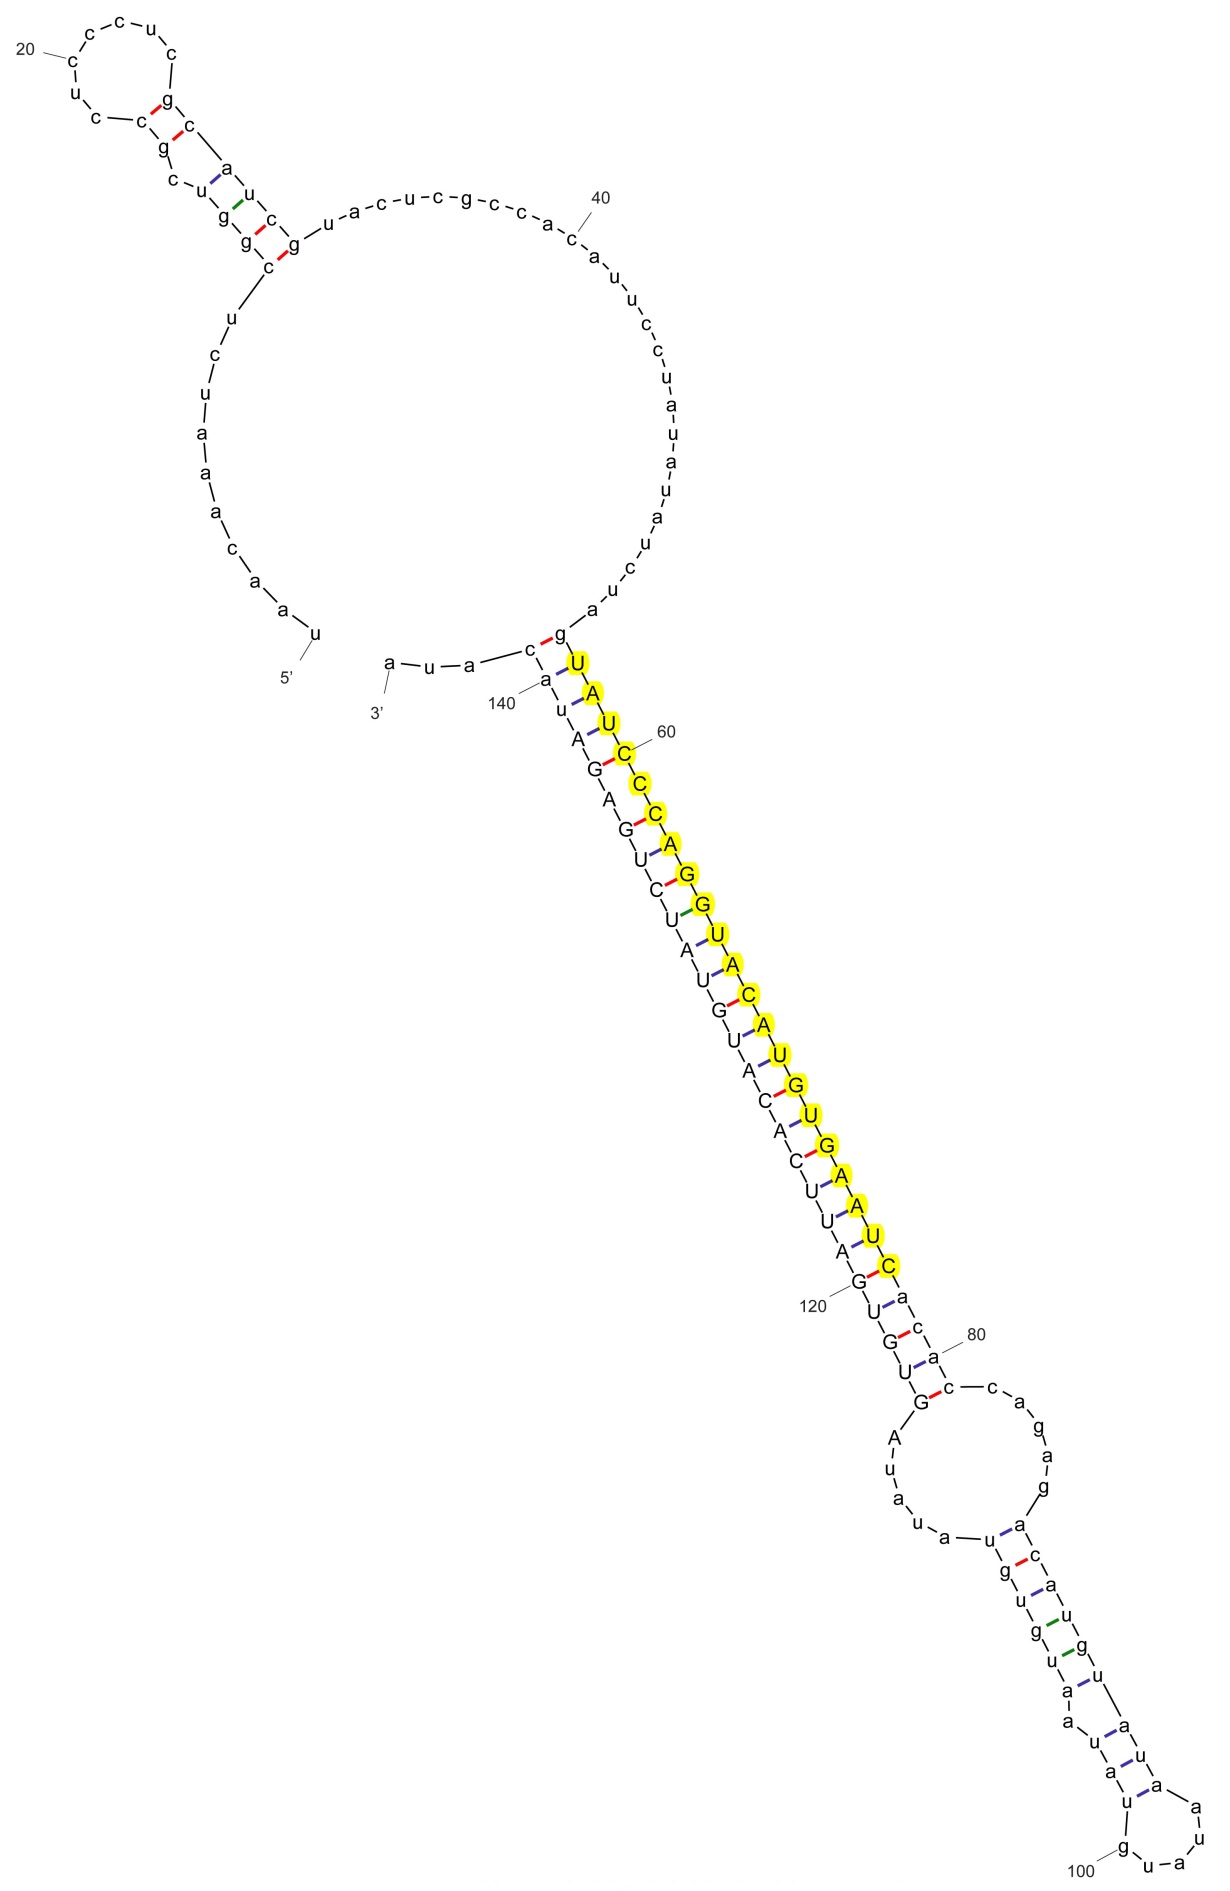

PC-46-5p

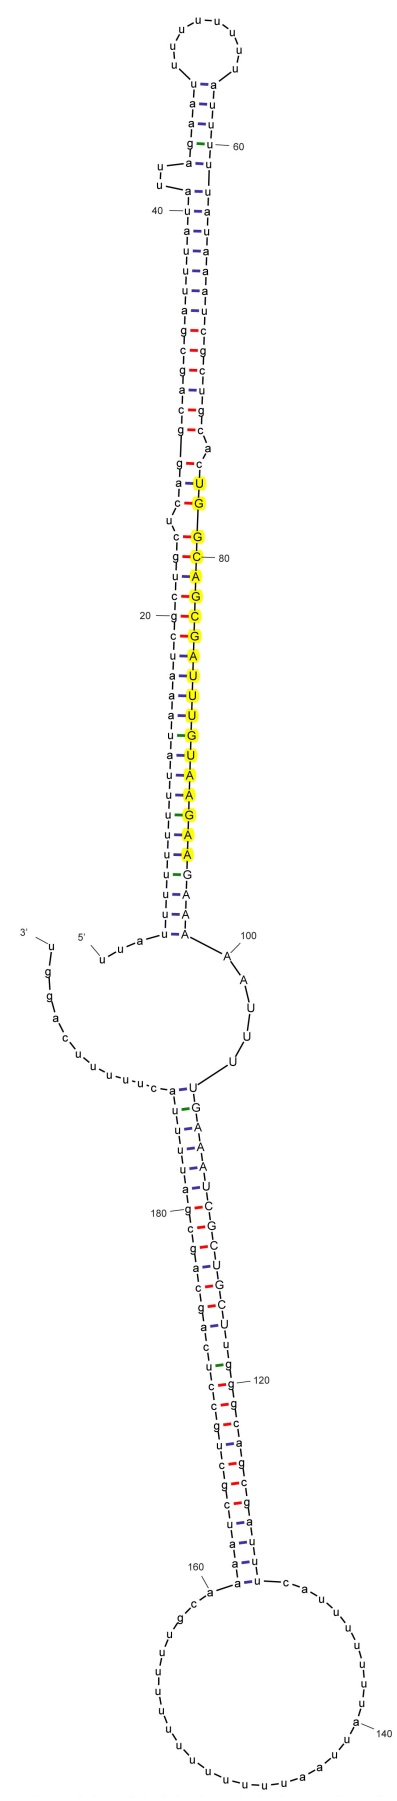

PC-47-5p

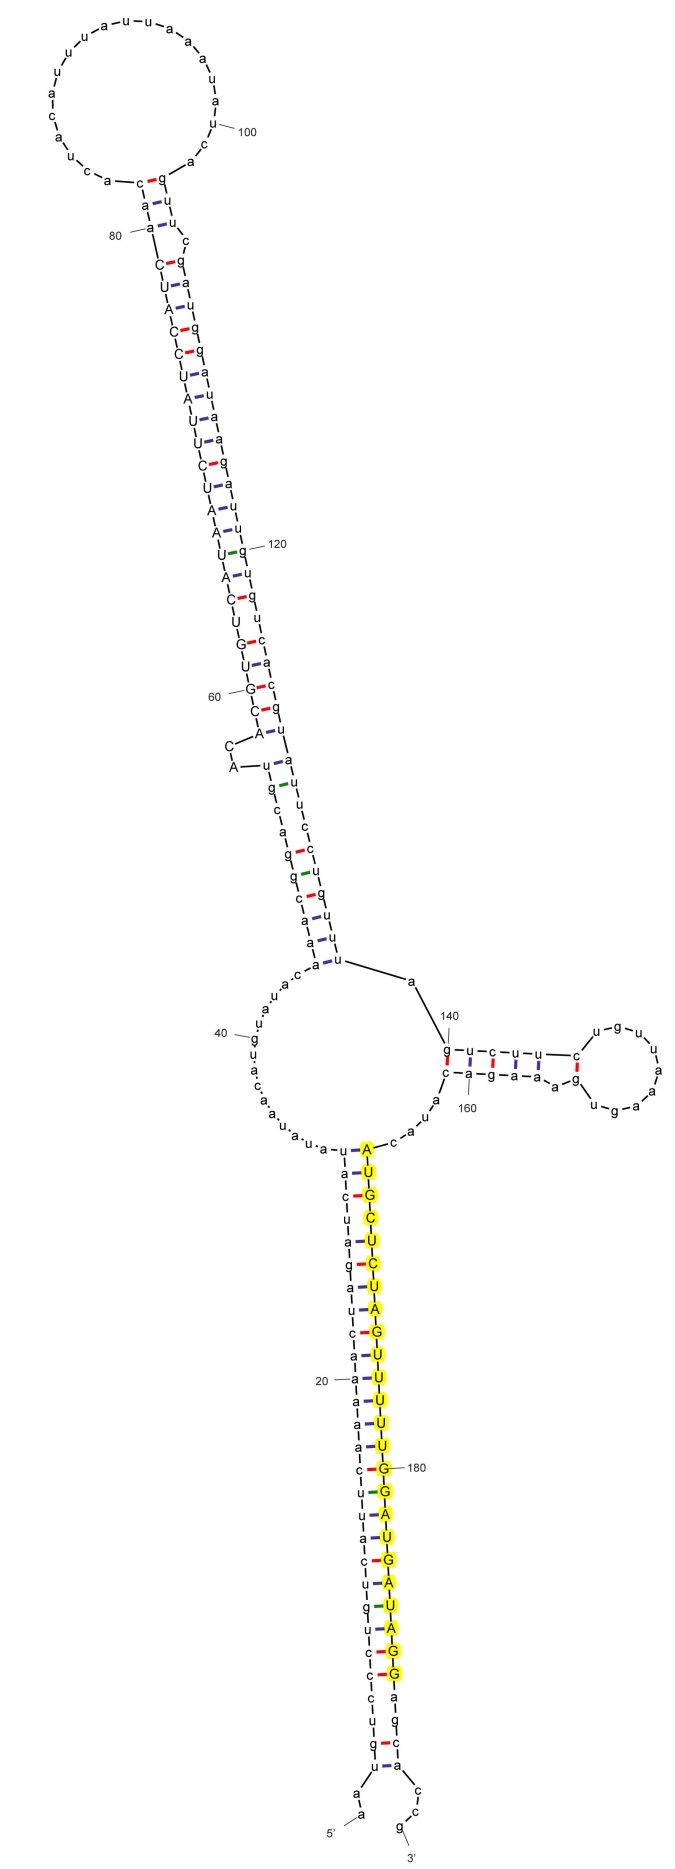

PC-48-3p

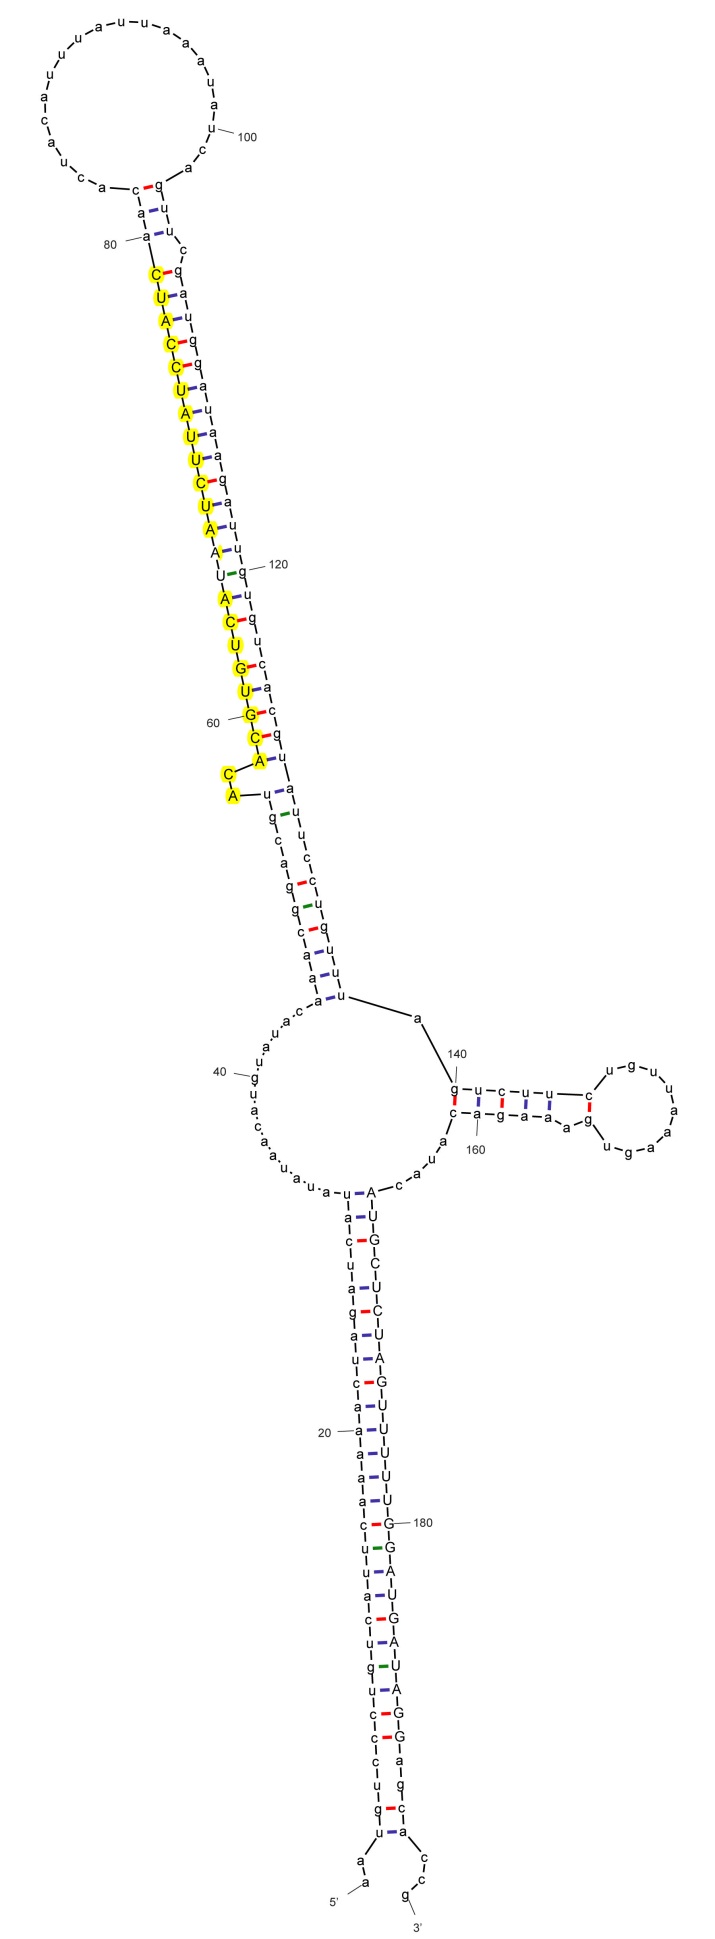

PC-48-5p

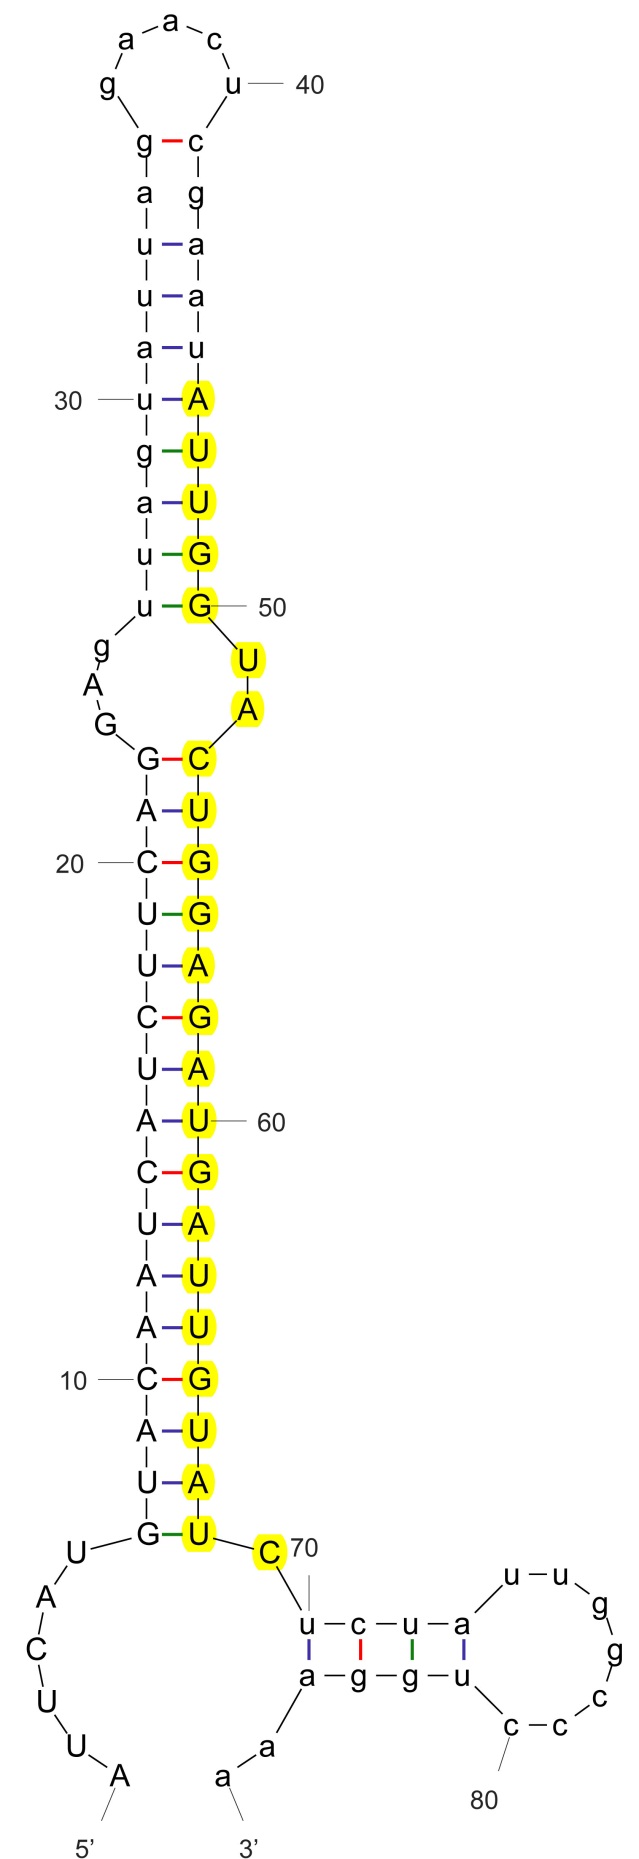

PC-49-3p

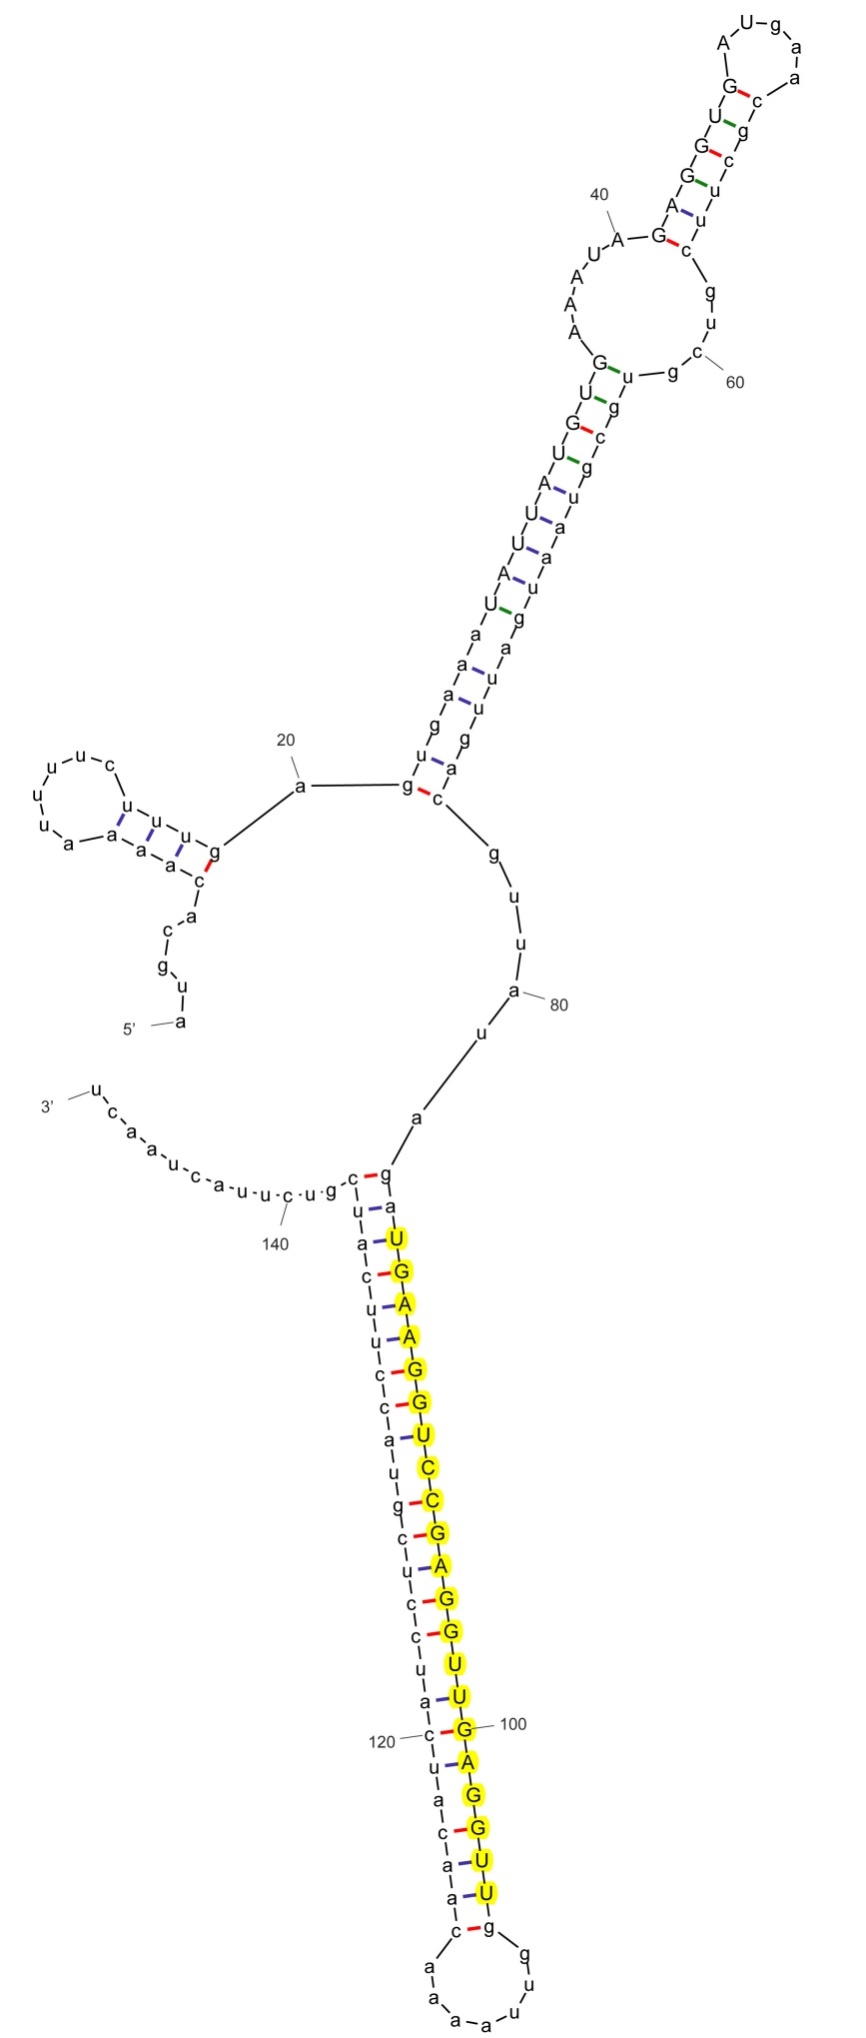

PC-50-3p

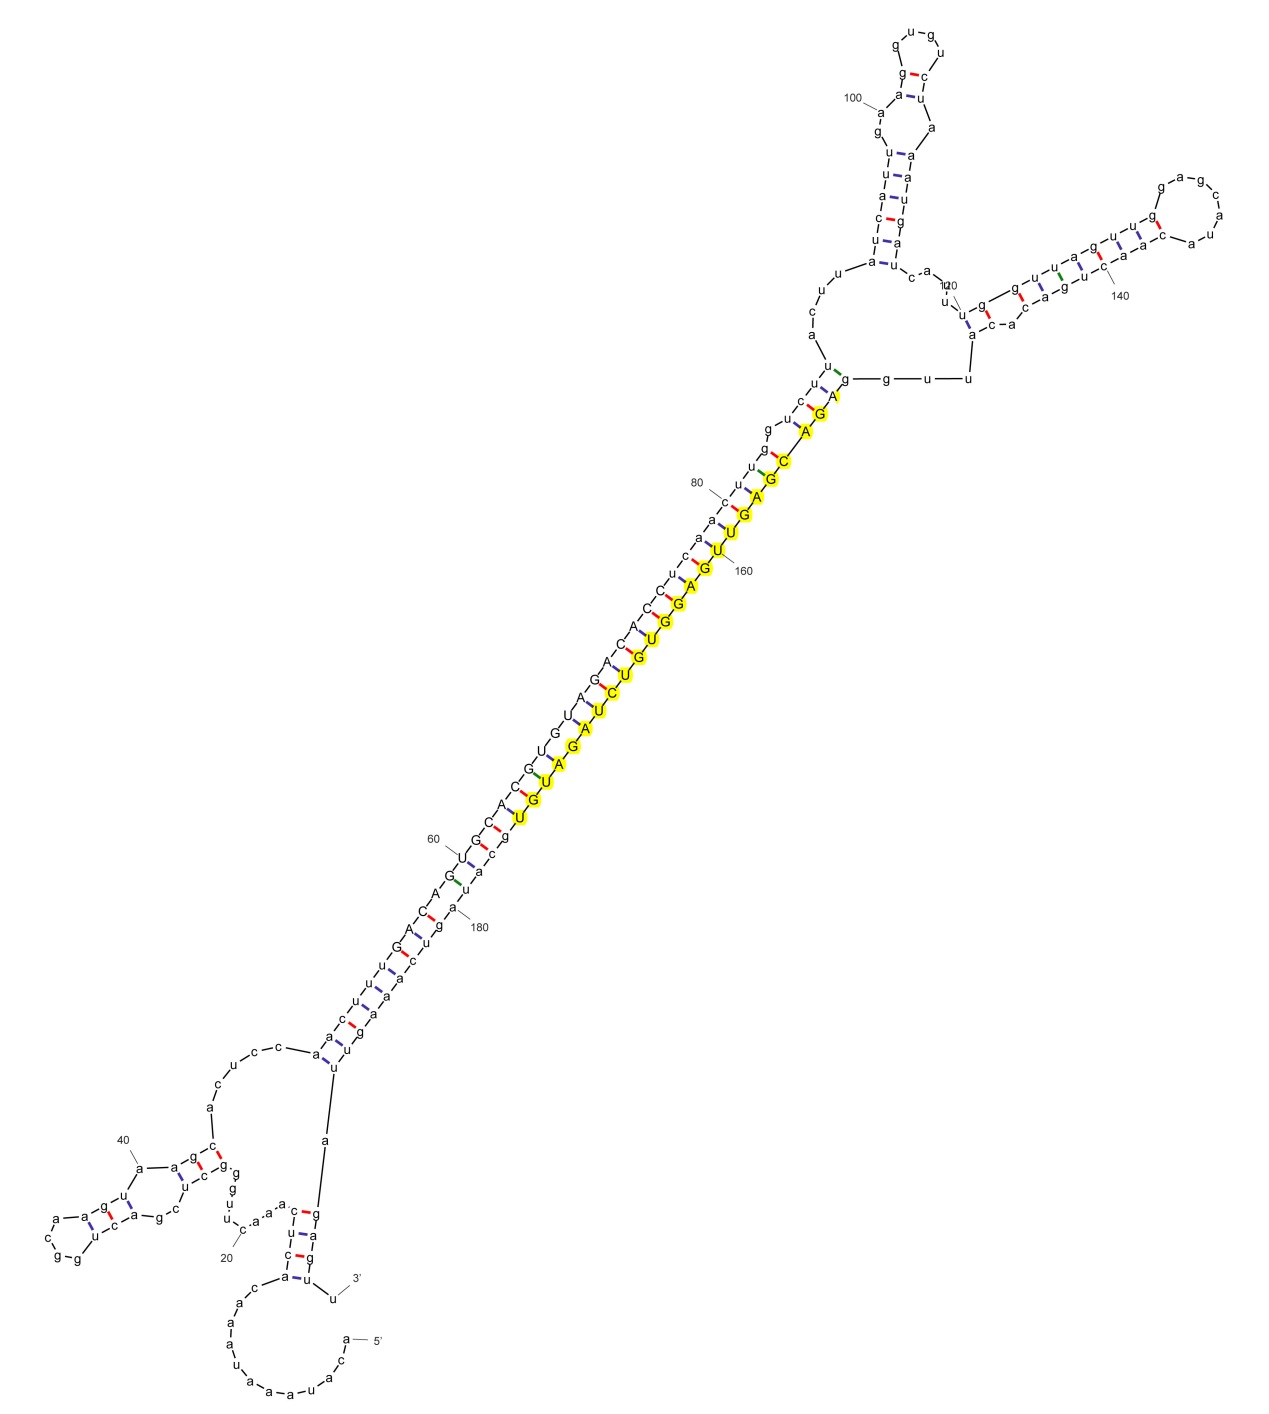

PC-51-3p

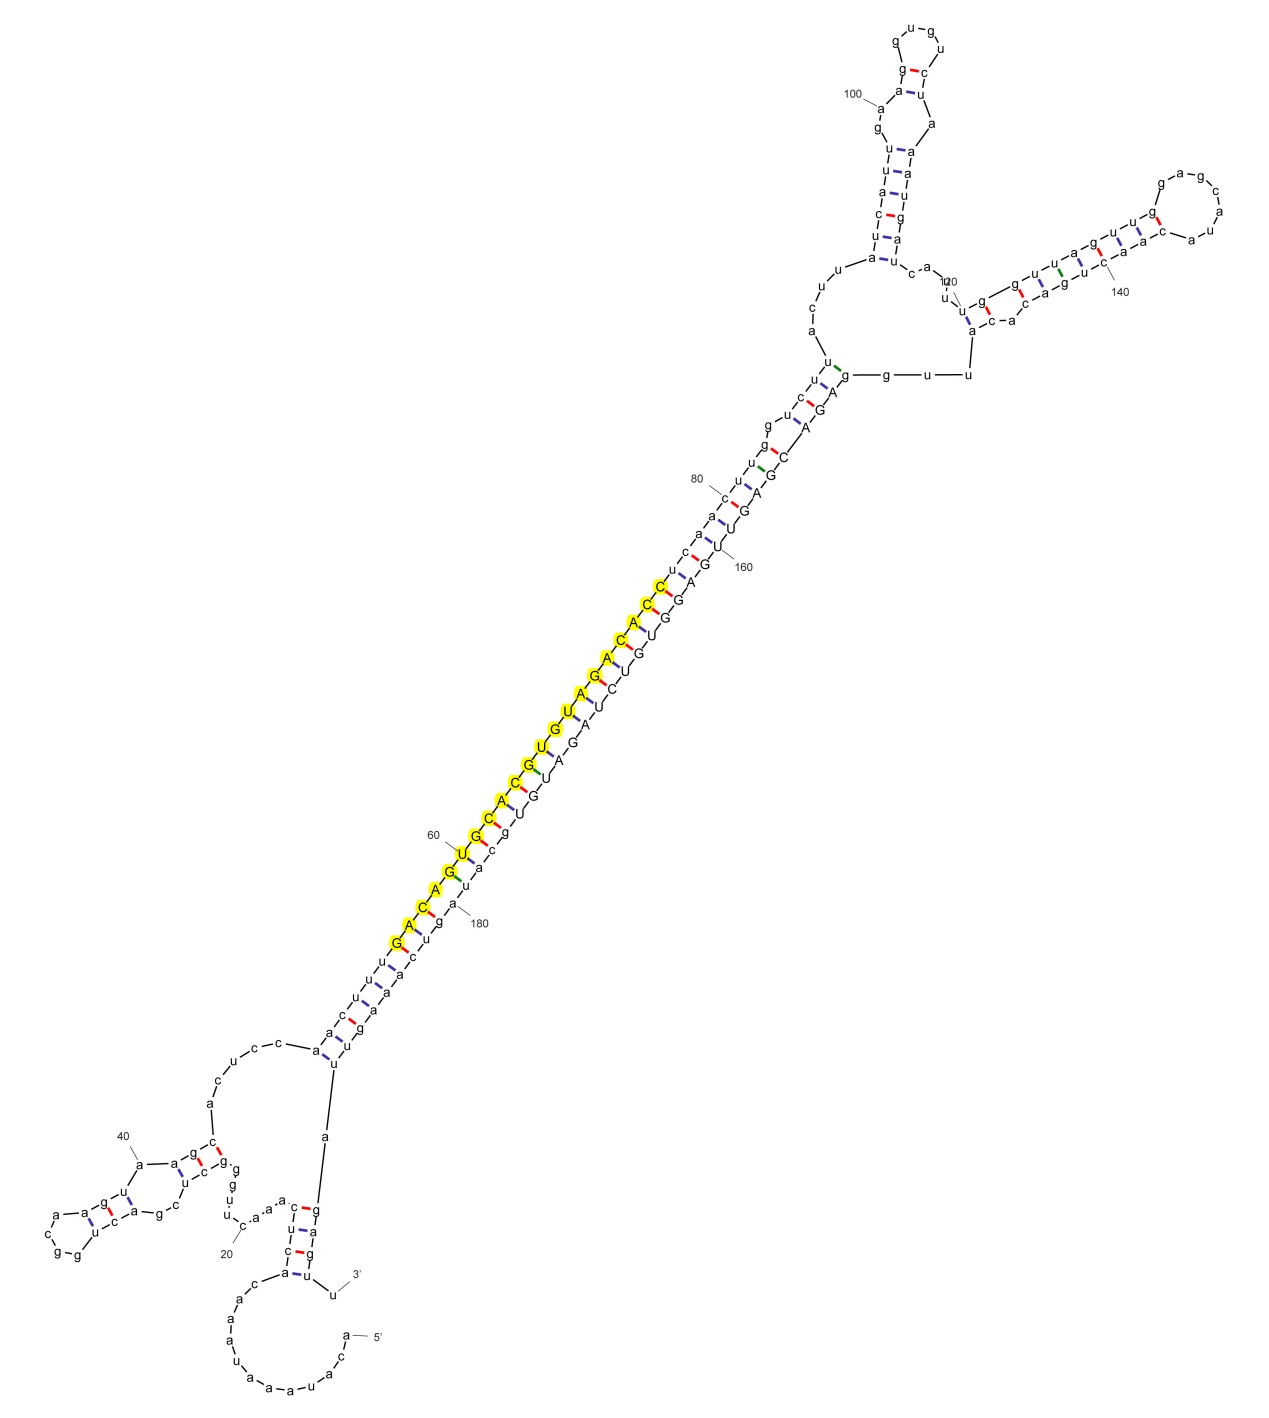

PC-51-5p

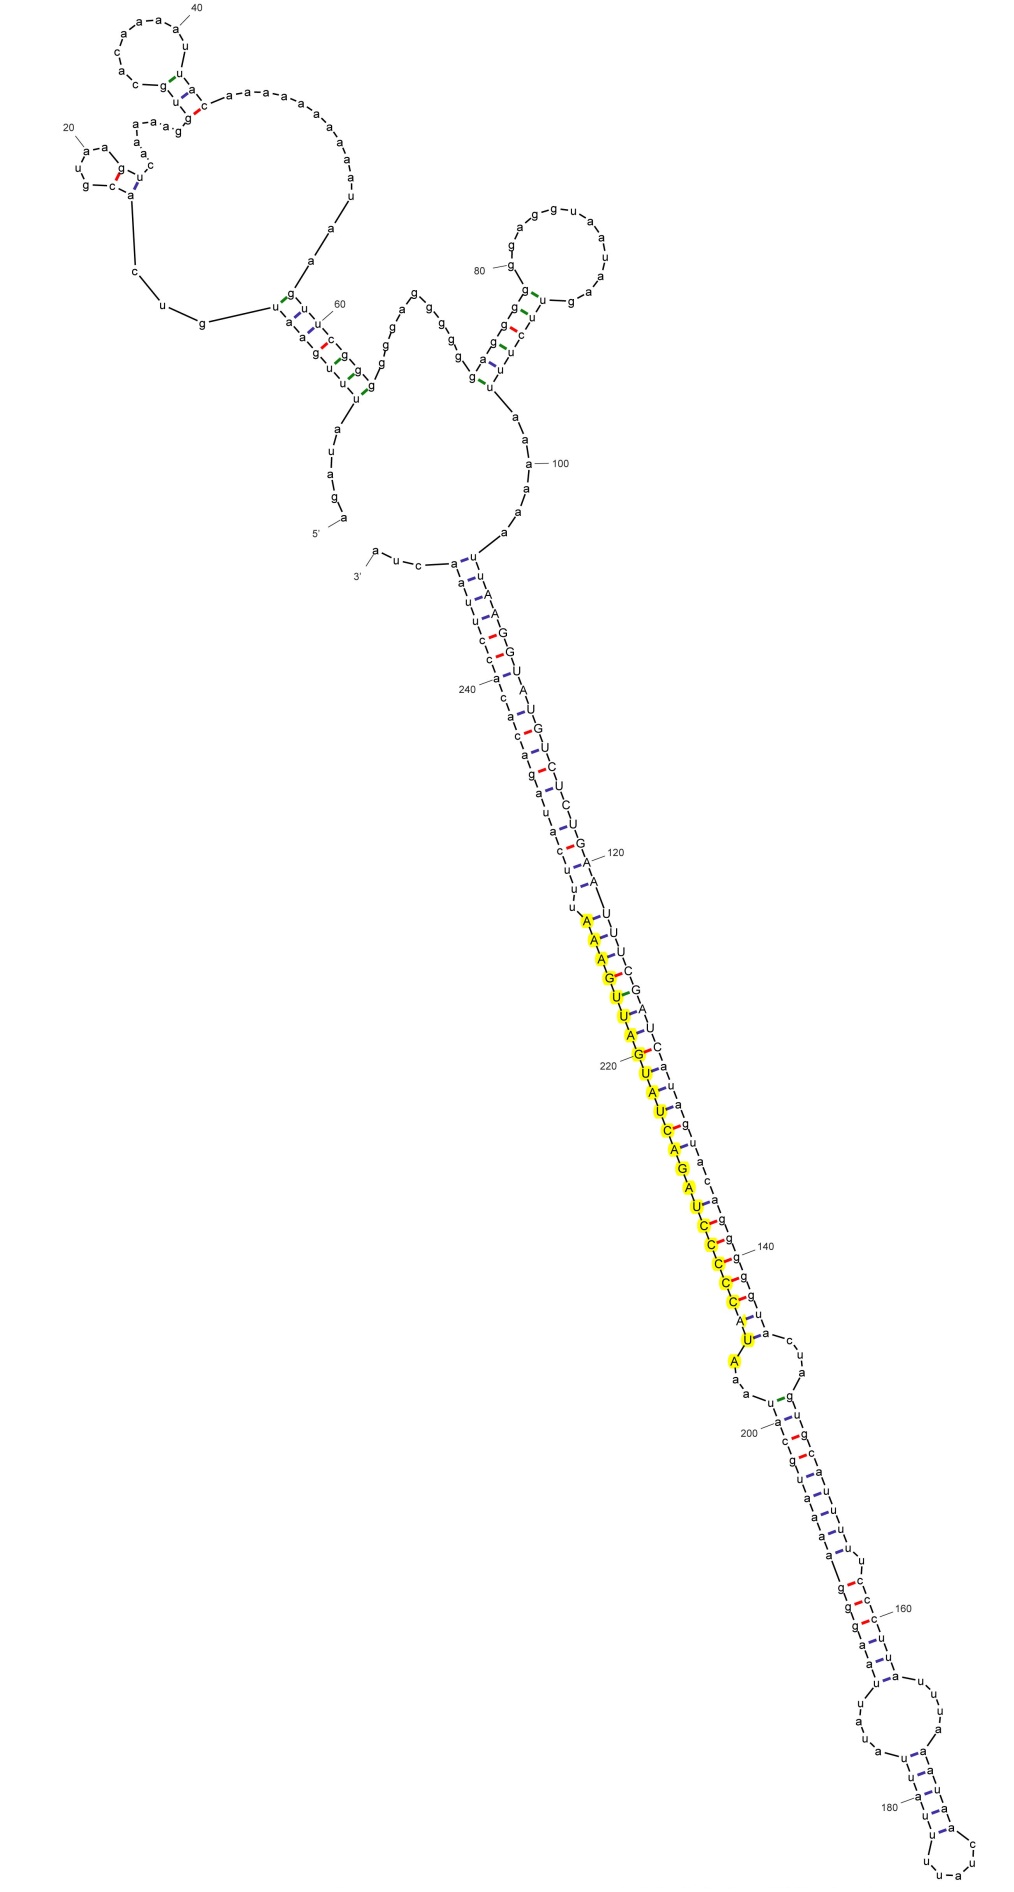

PC-52-3p

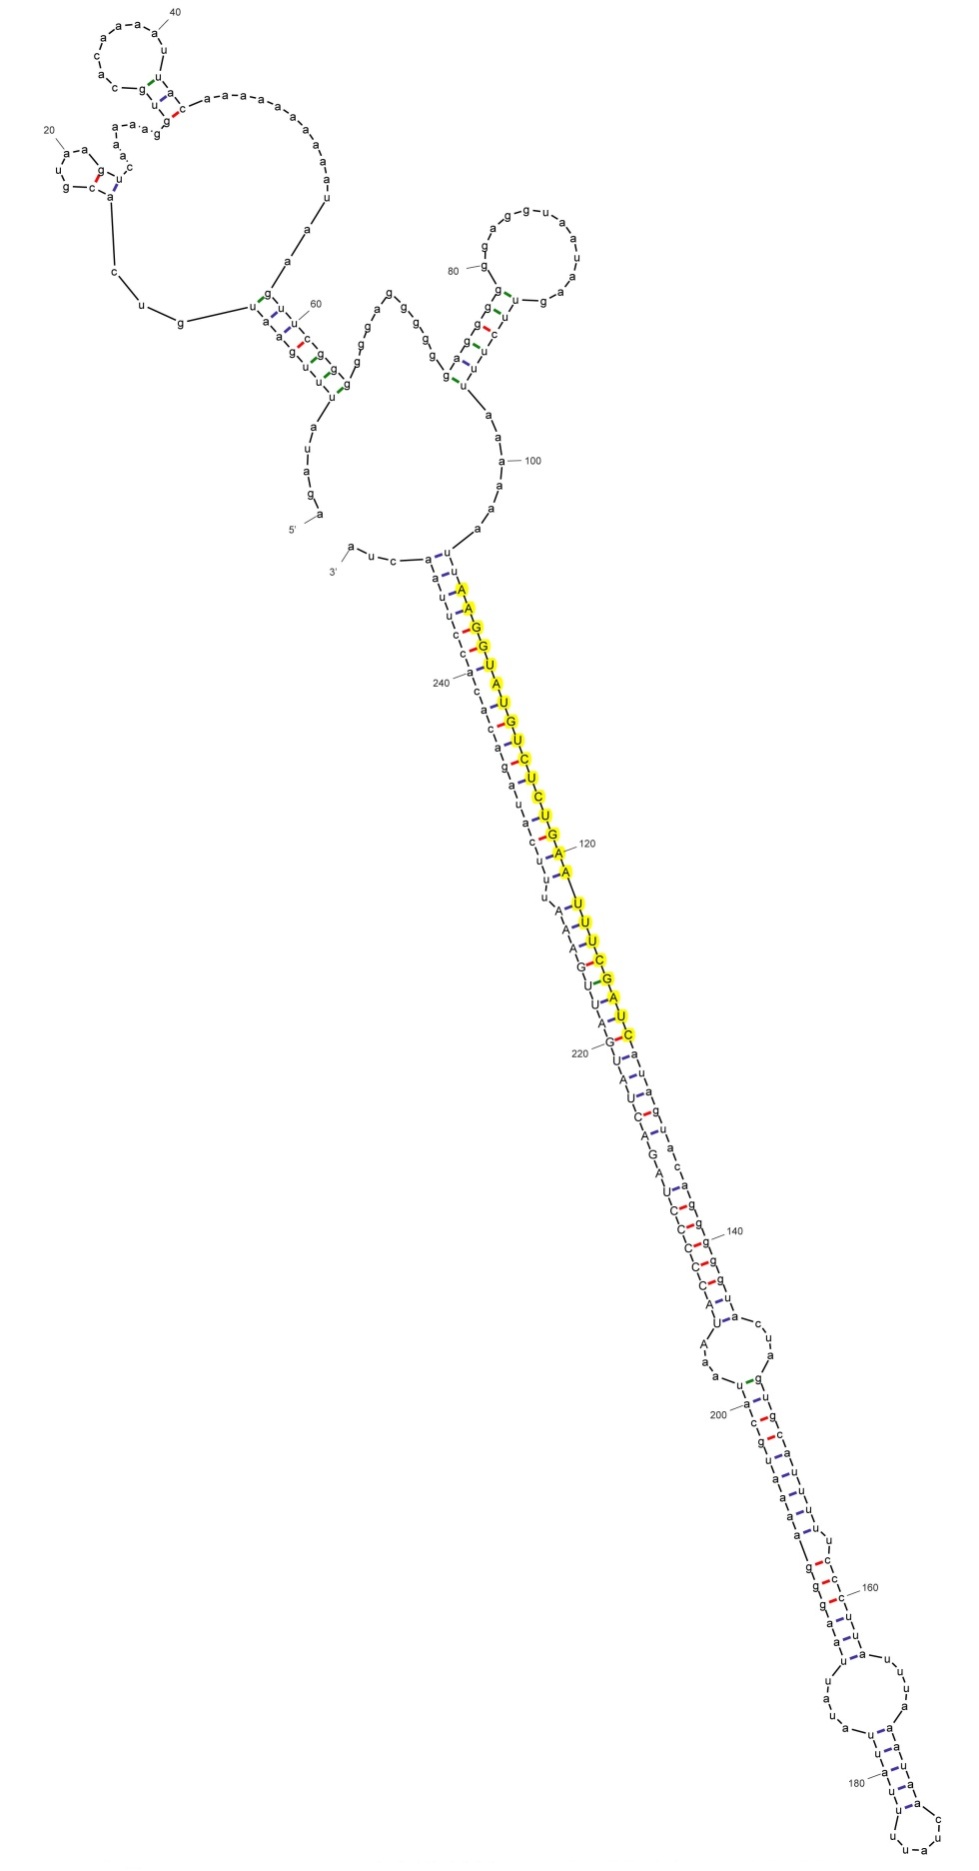

PC-52-5p

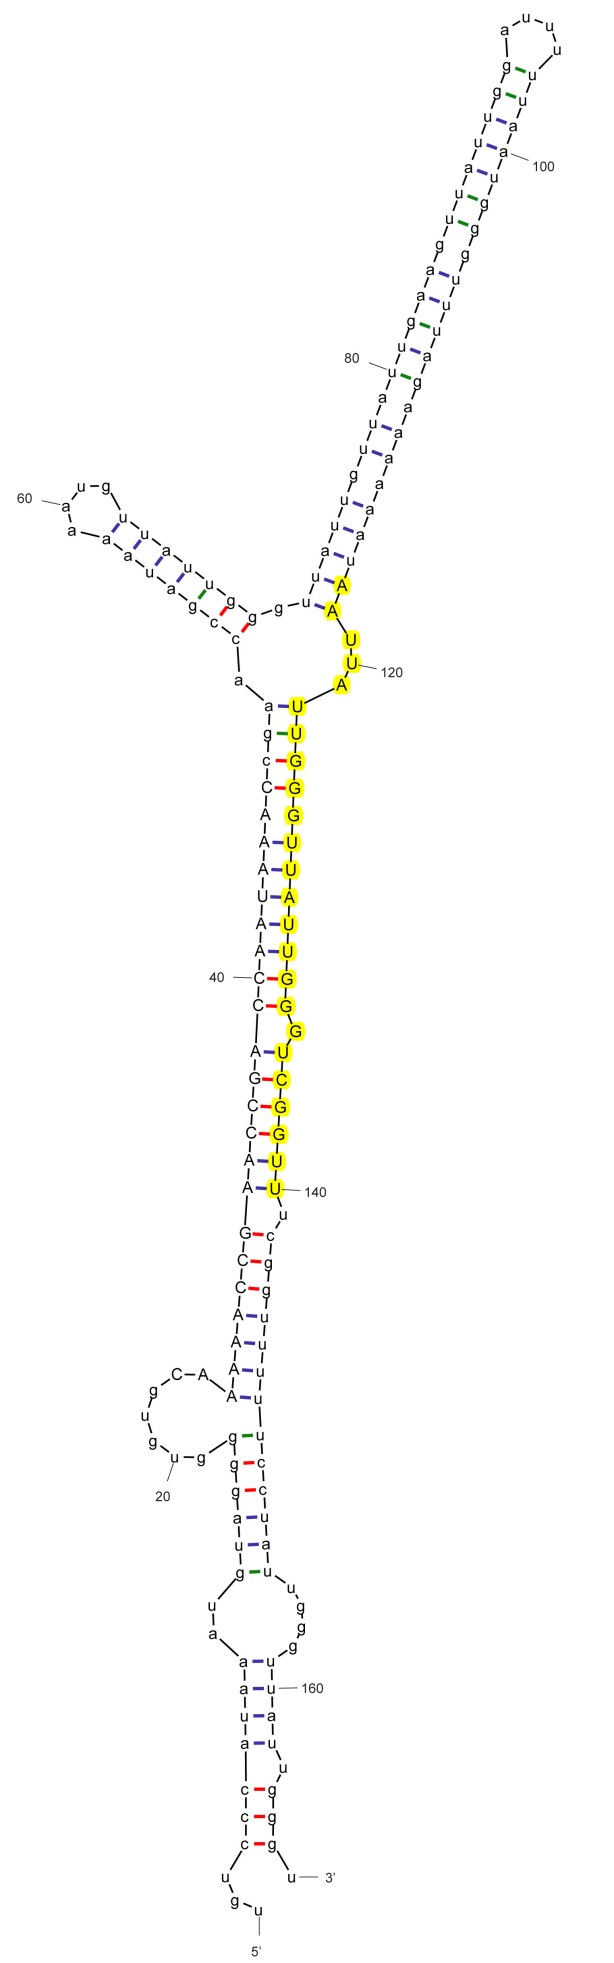

PC-53-3p

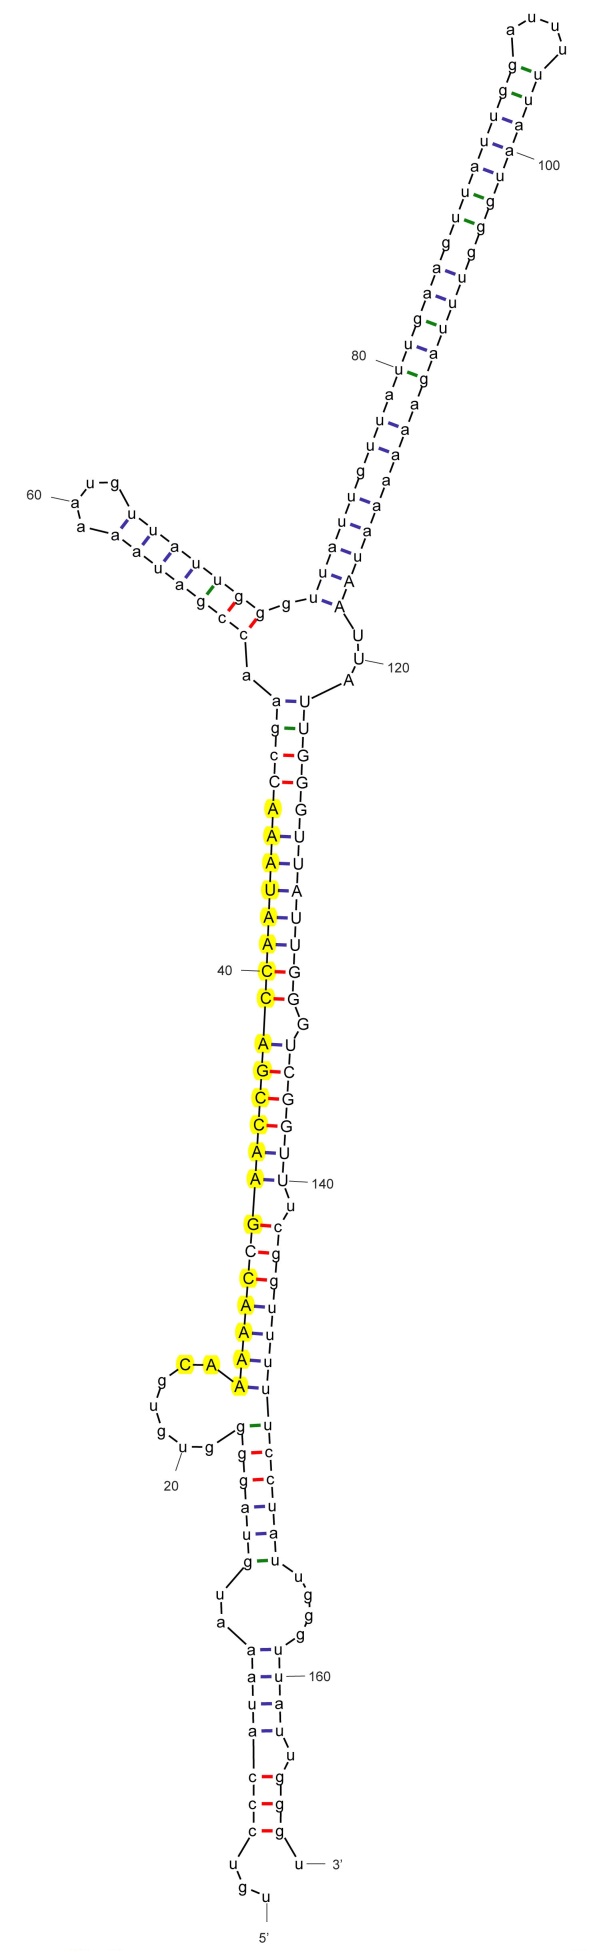

PC-53-5p

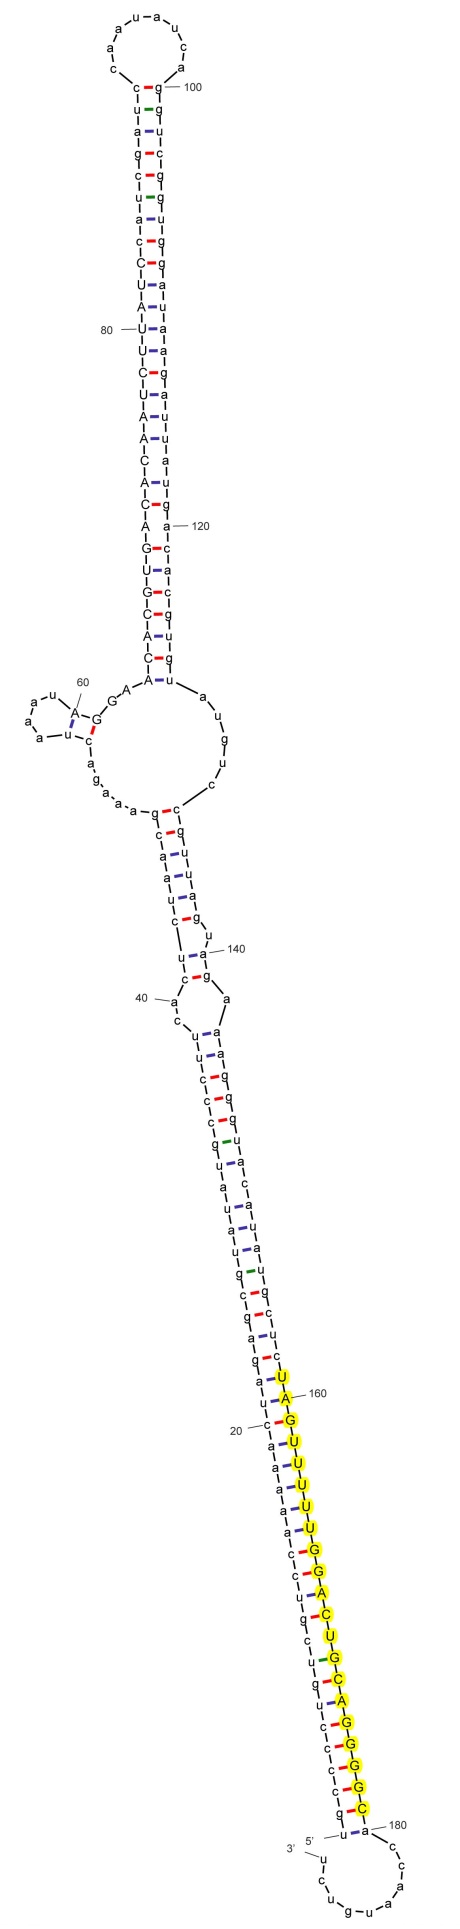

PC-54-3p

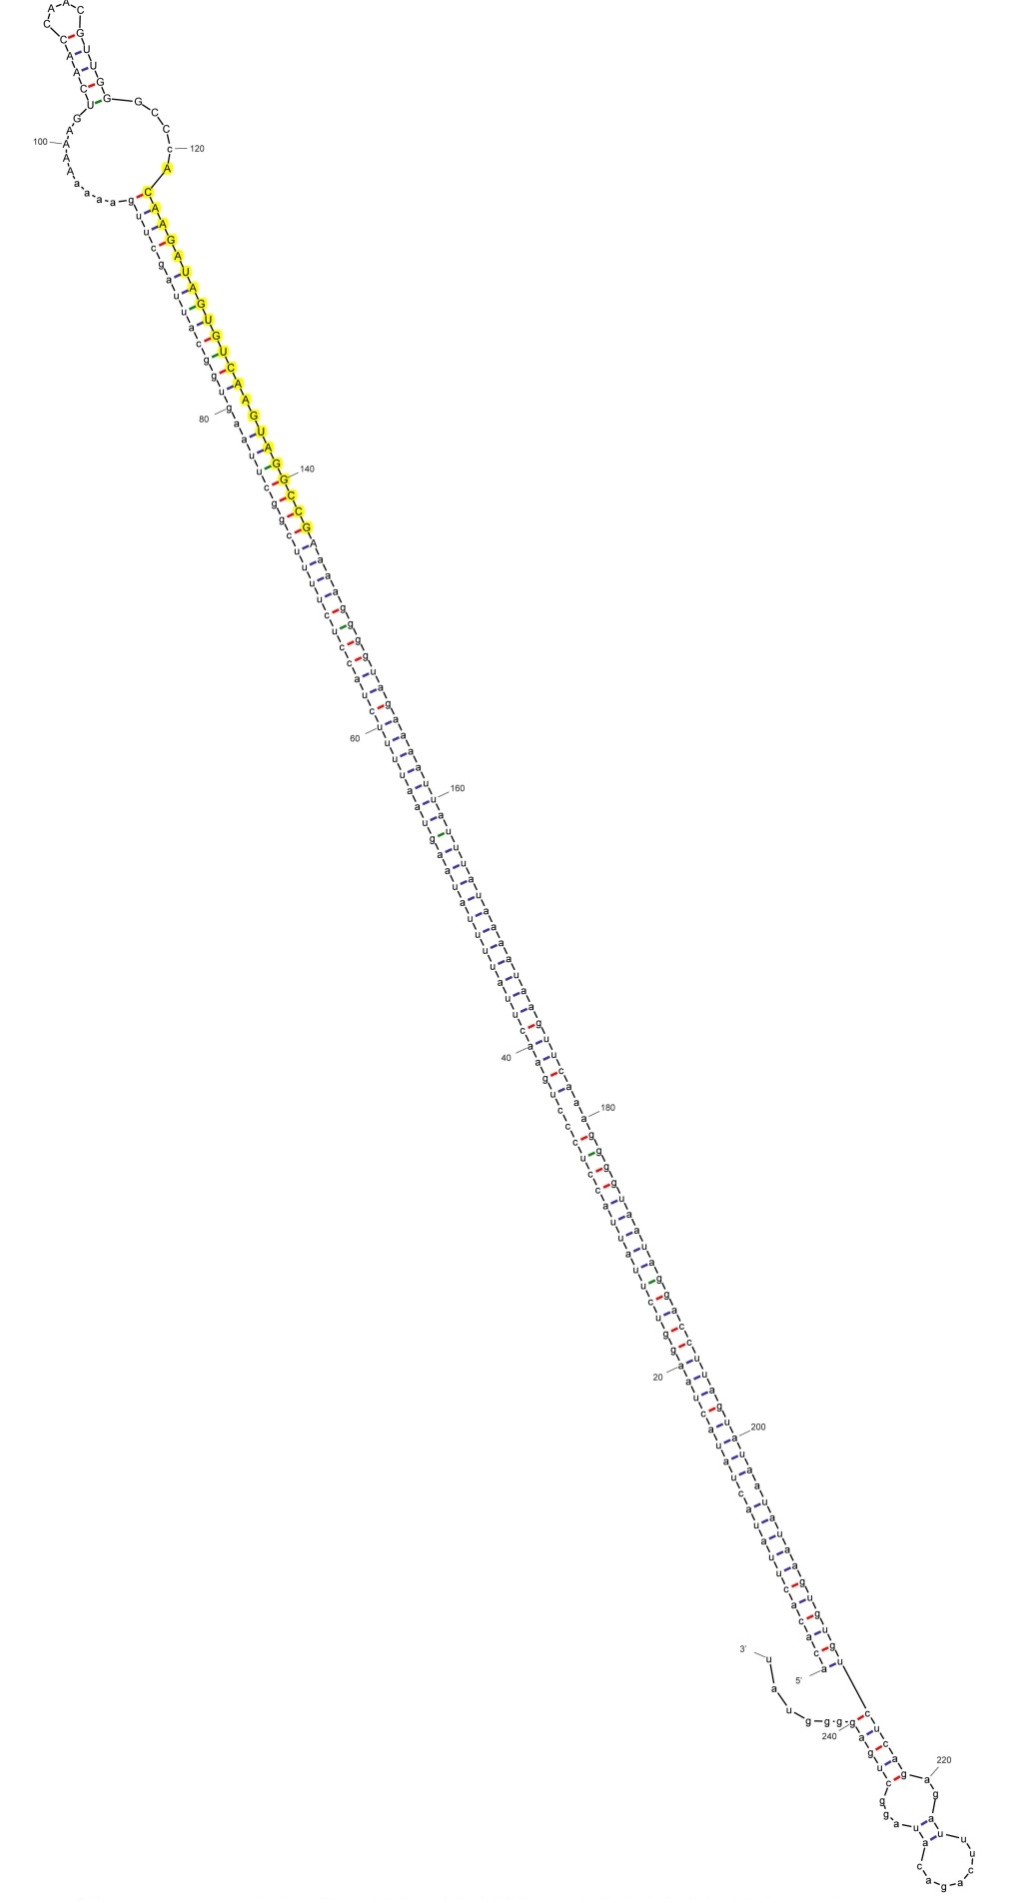

PC-55-3p

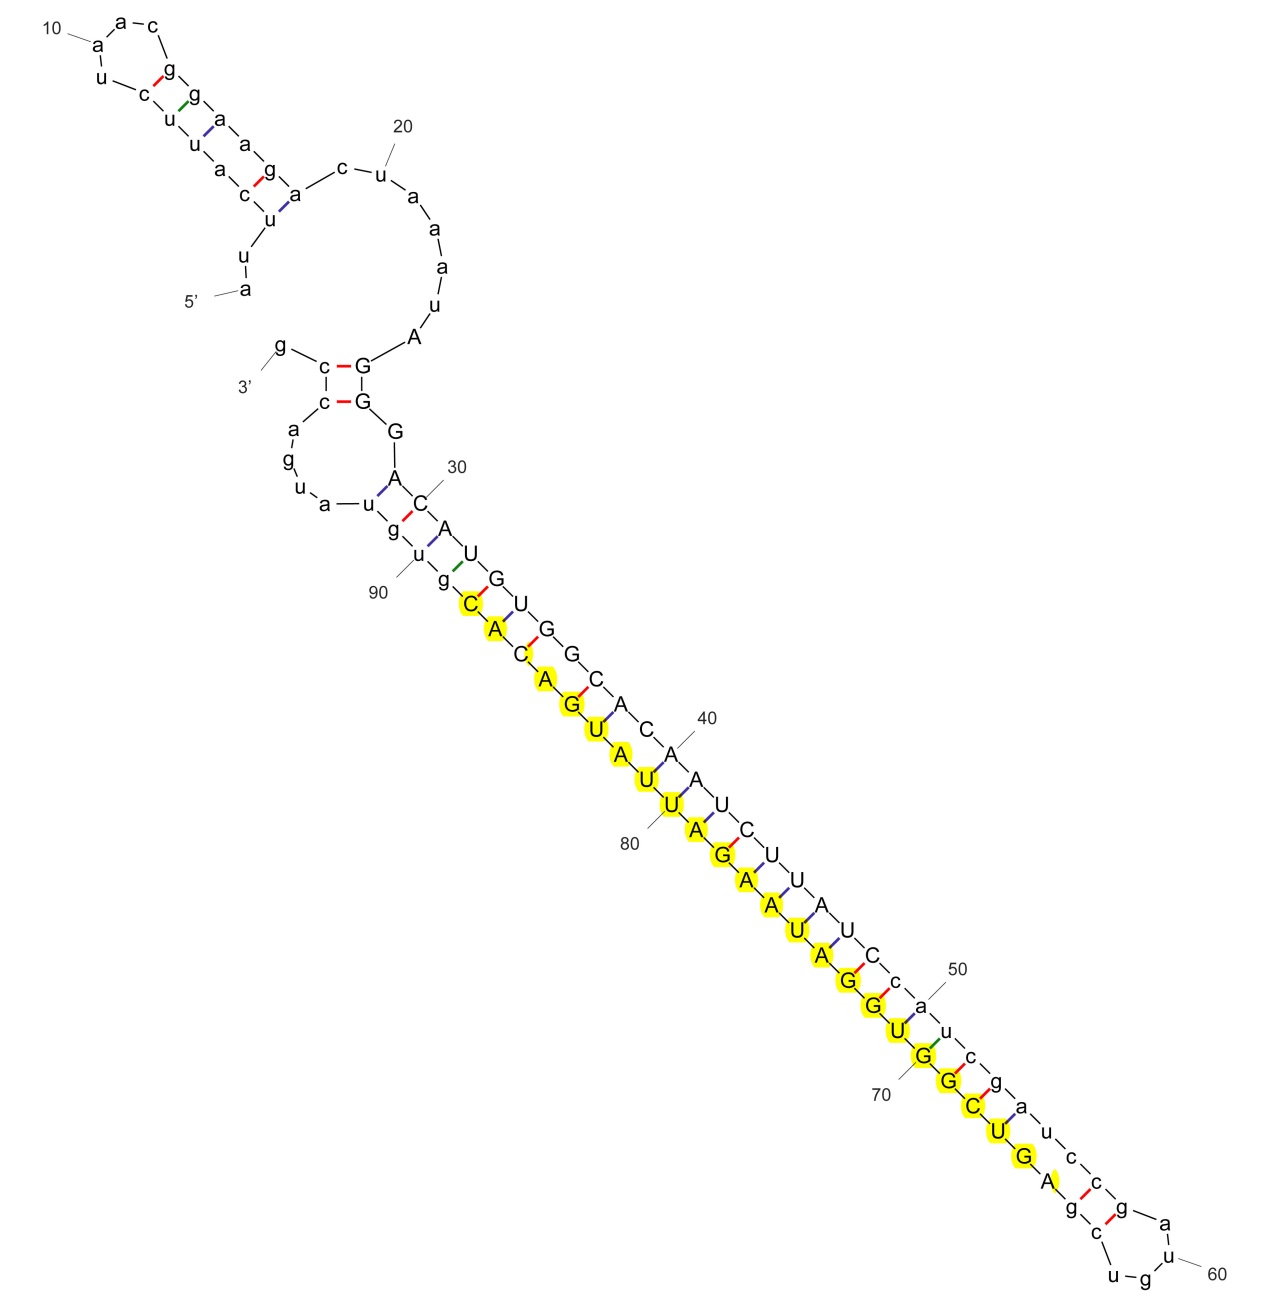

PC-56-3p

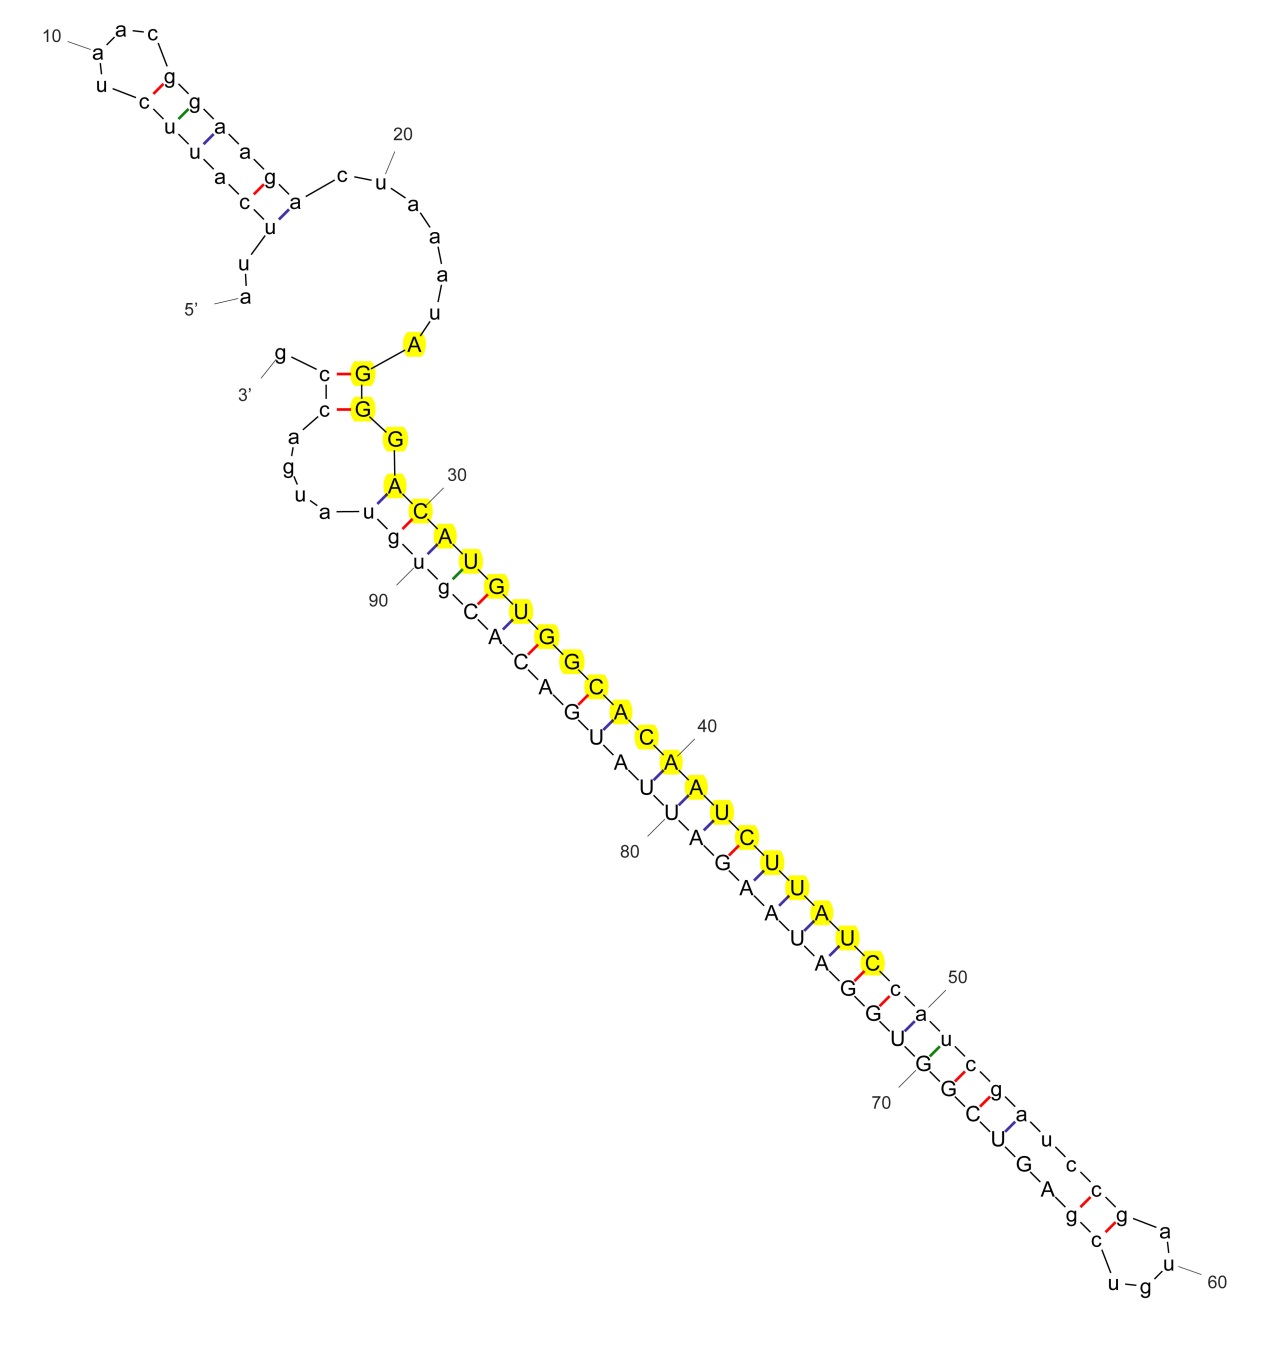

PC-56-5p

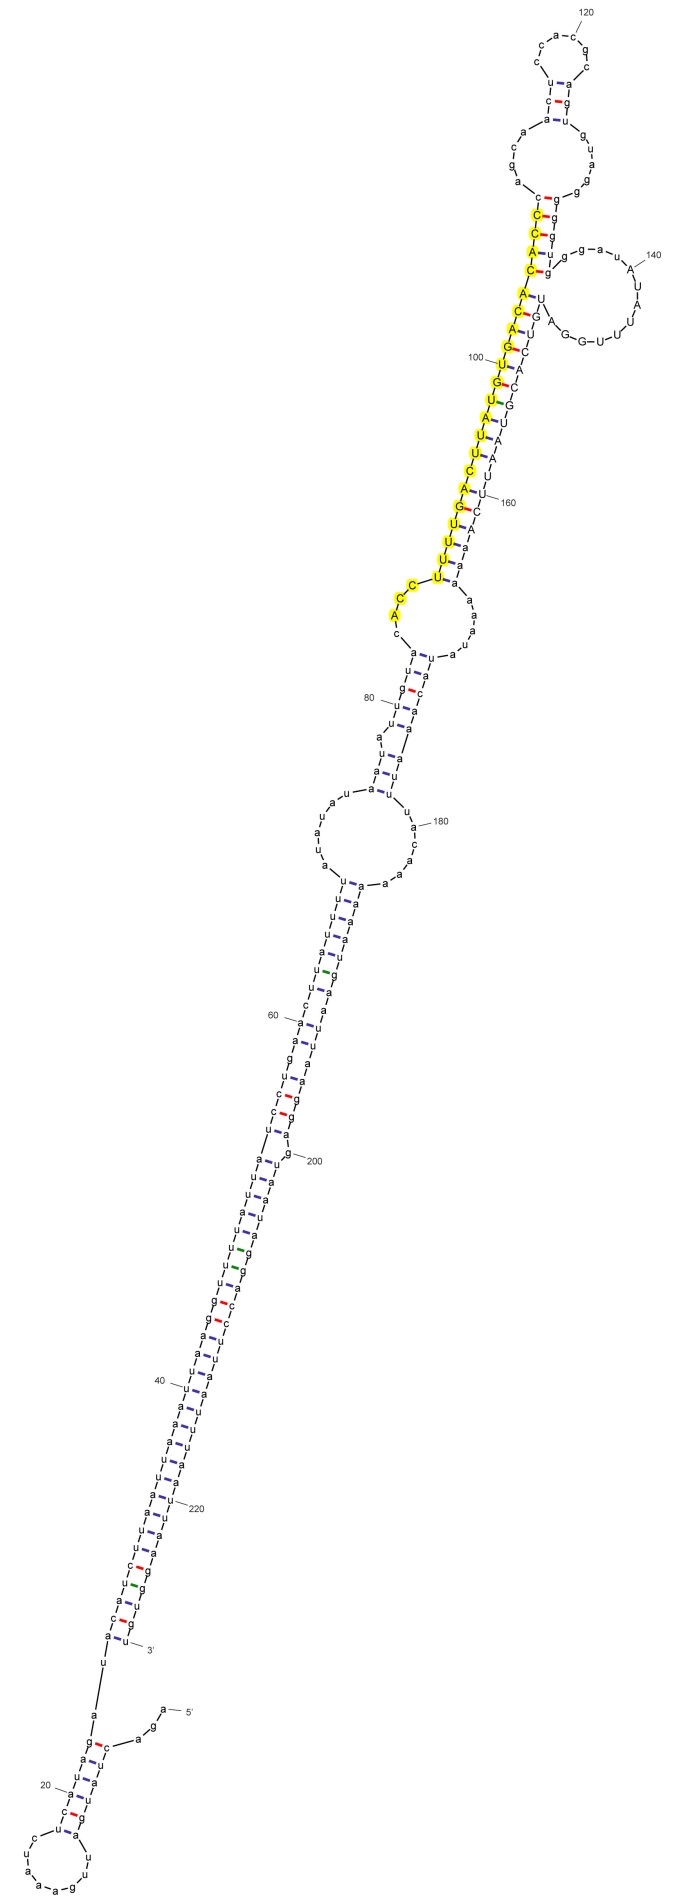

PC-57-5p

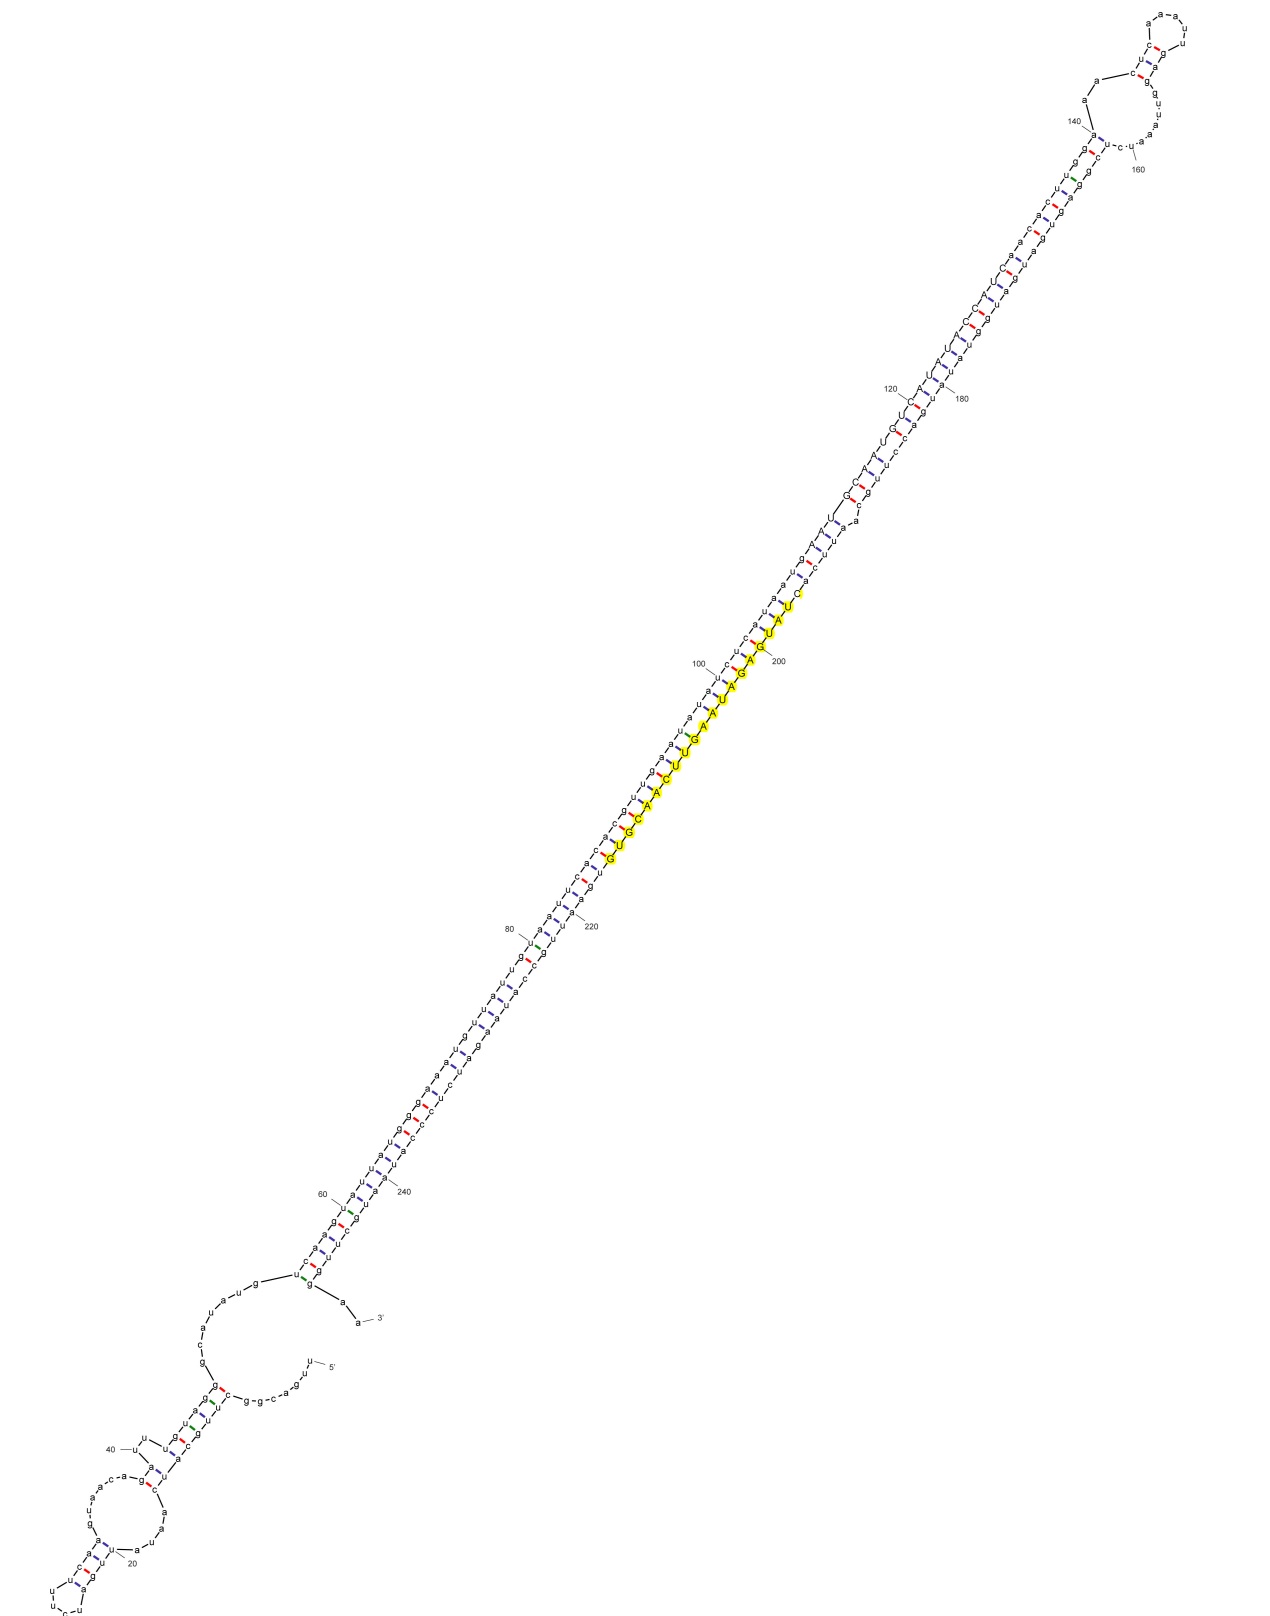

PC-58-3p

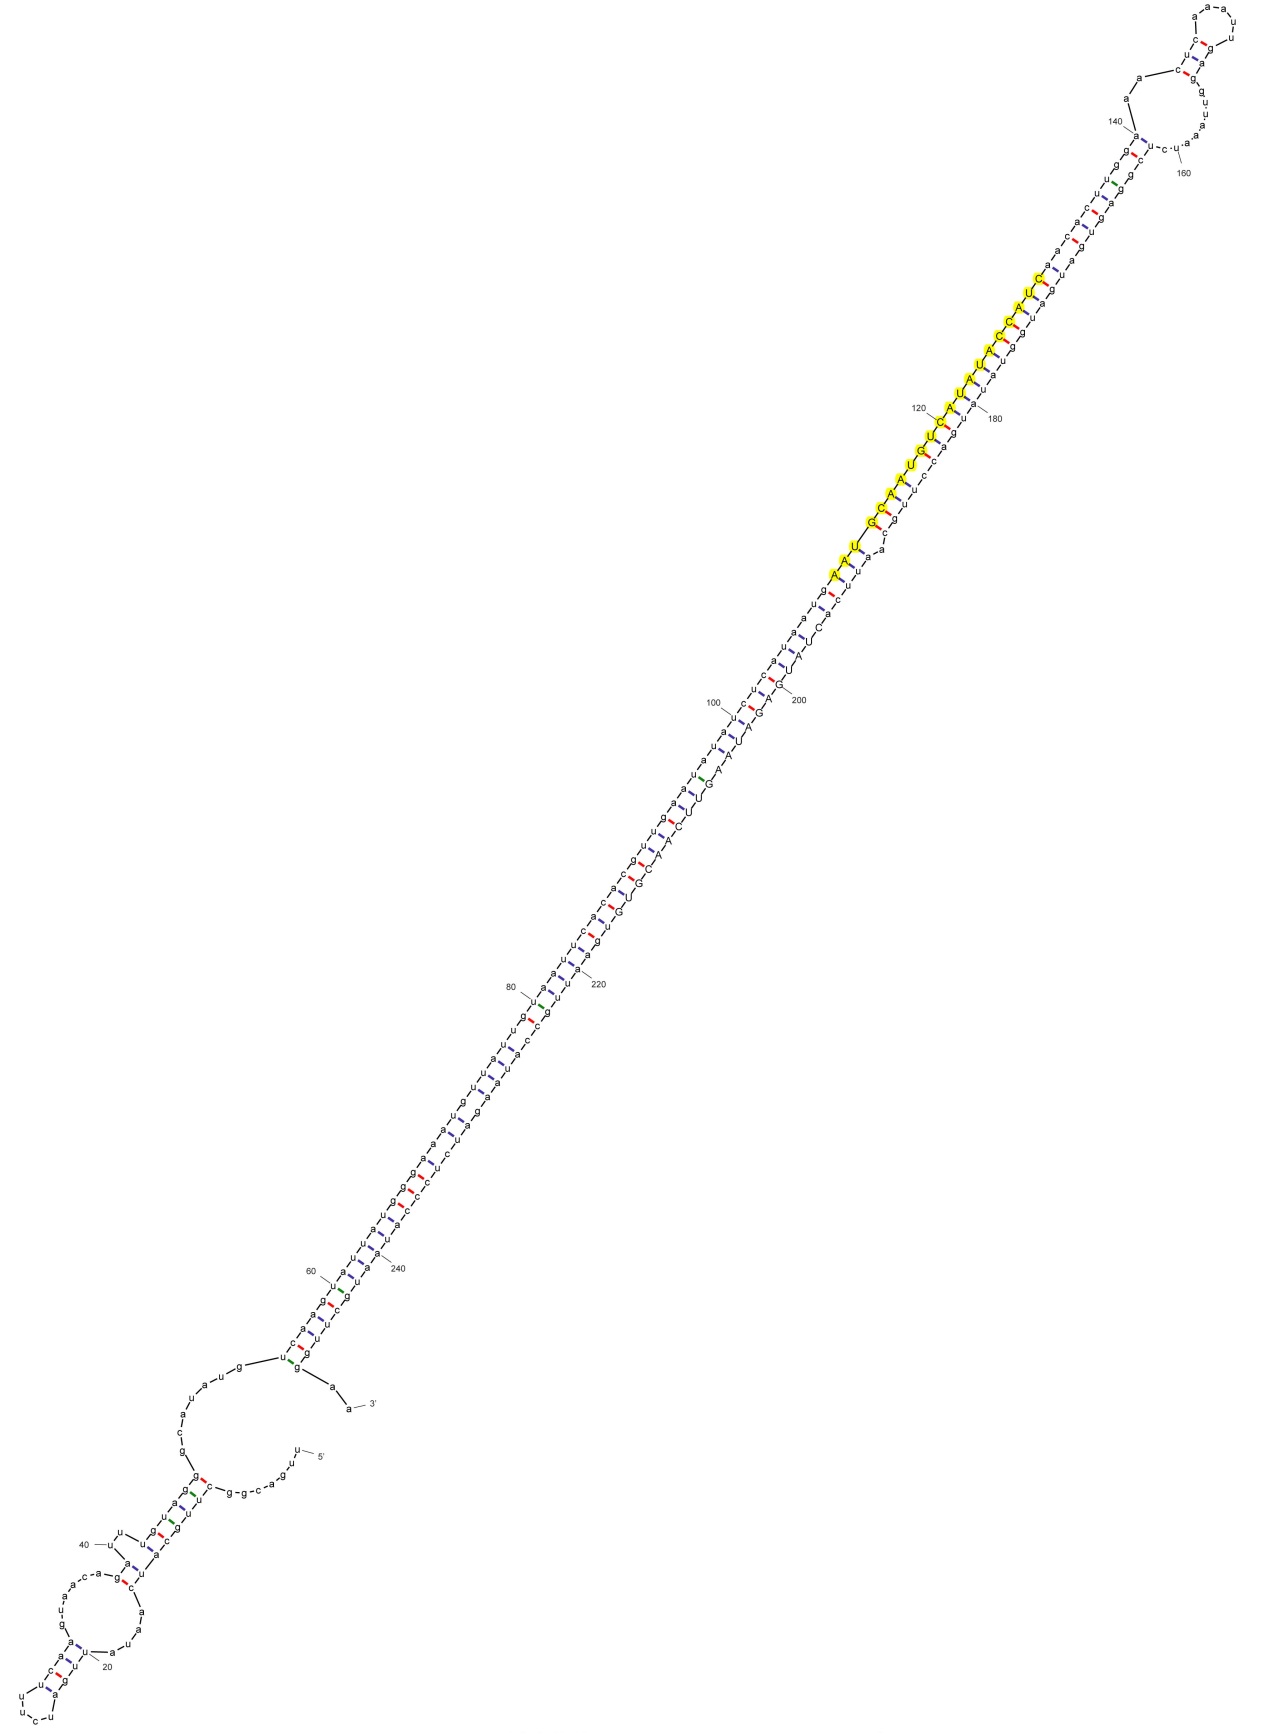

PC-58-5p

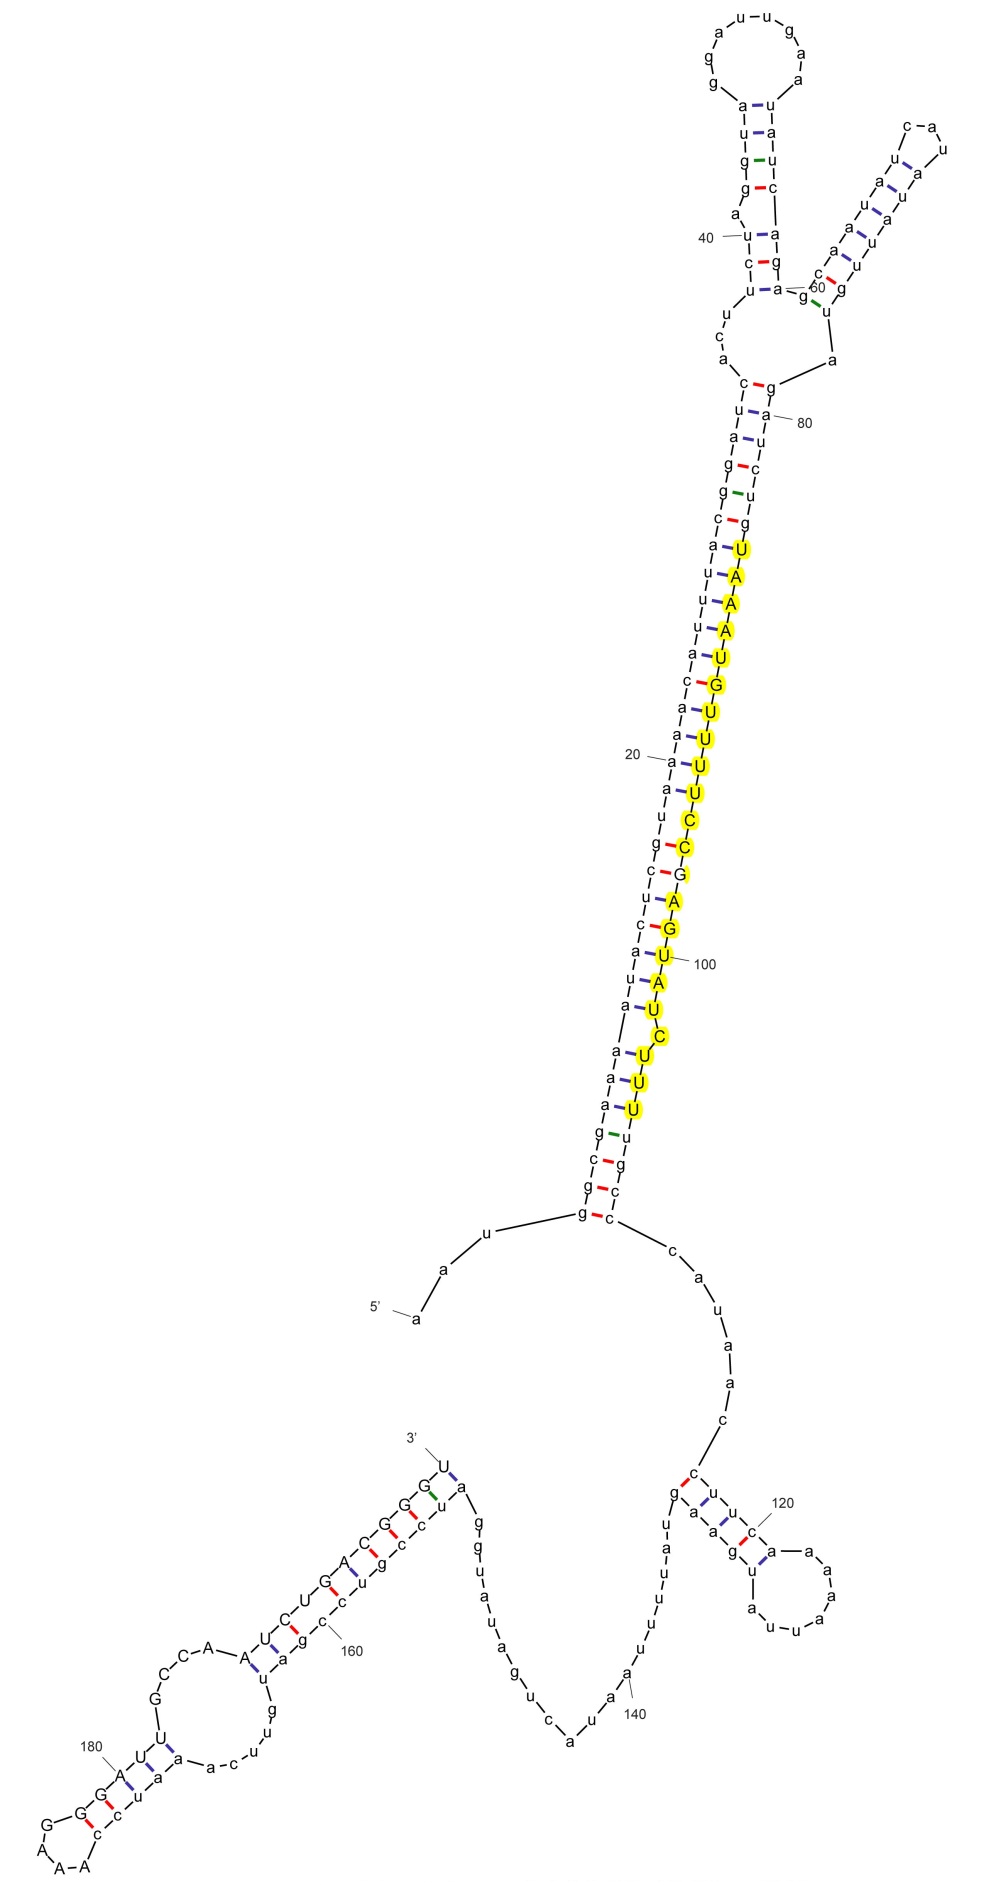

PC-59-5p

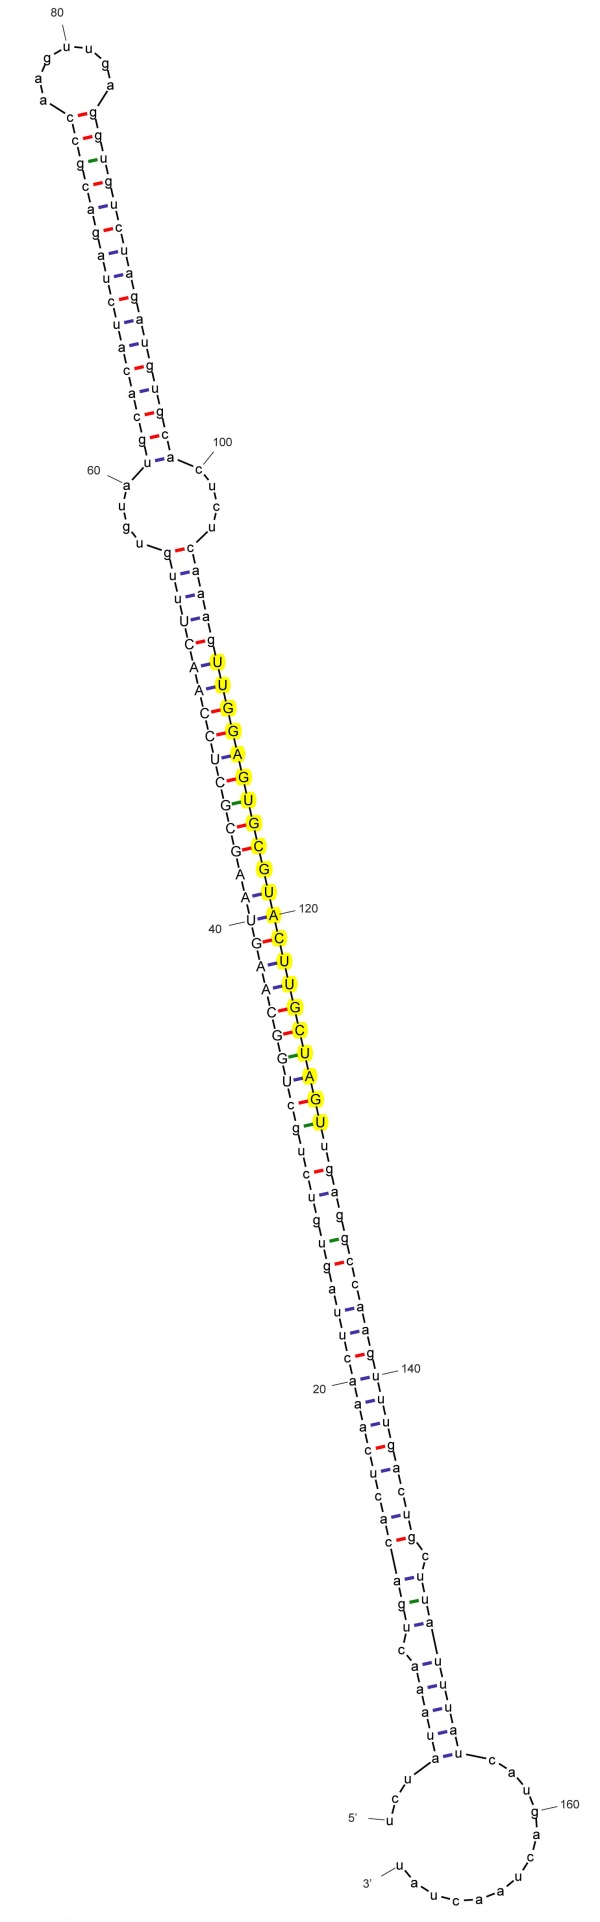

PC-60-3p

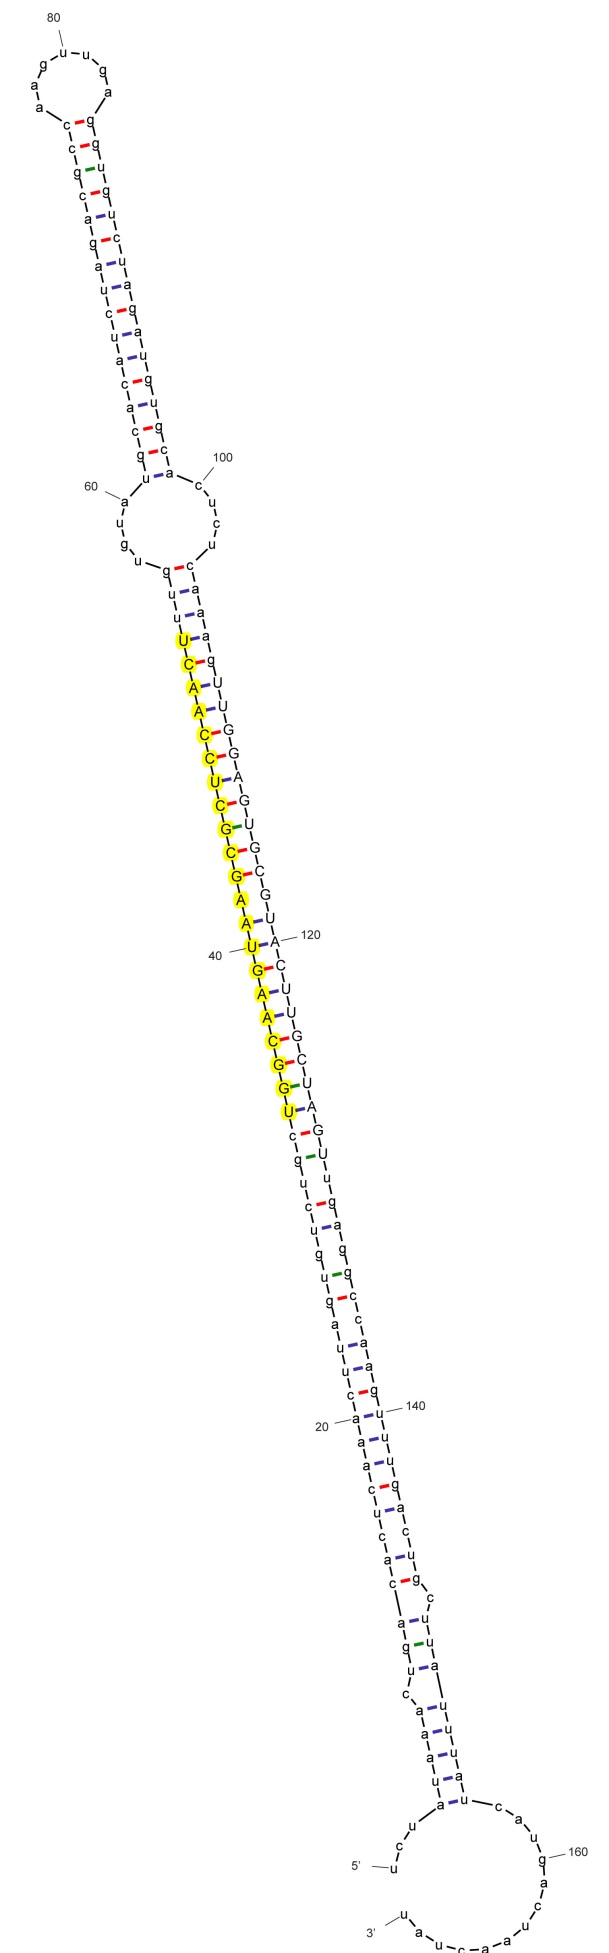

PC-60-5p

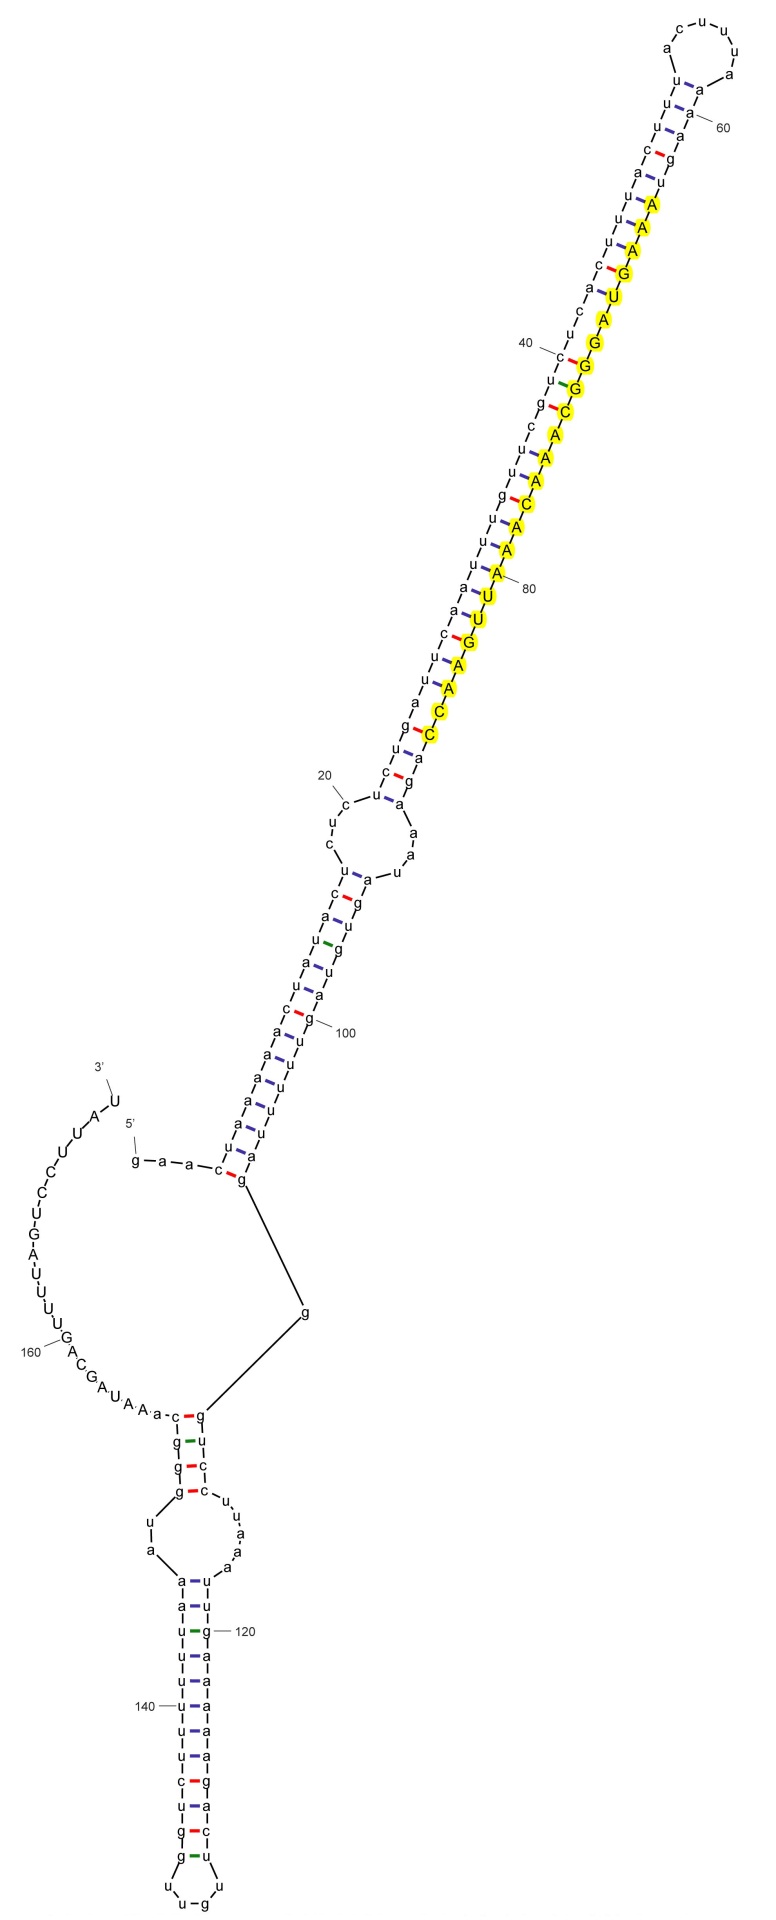

PC-61-5p

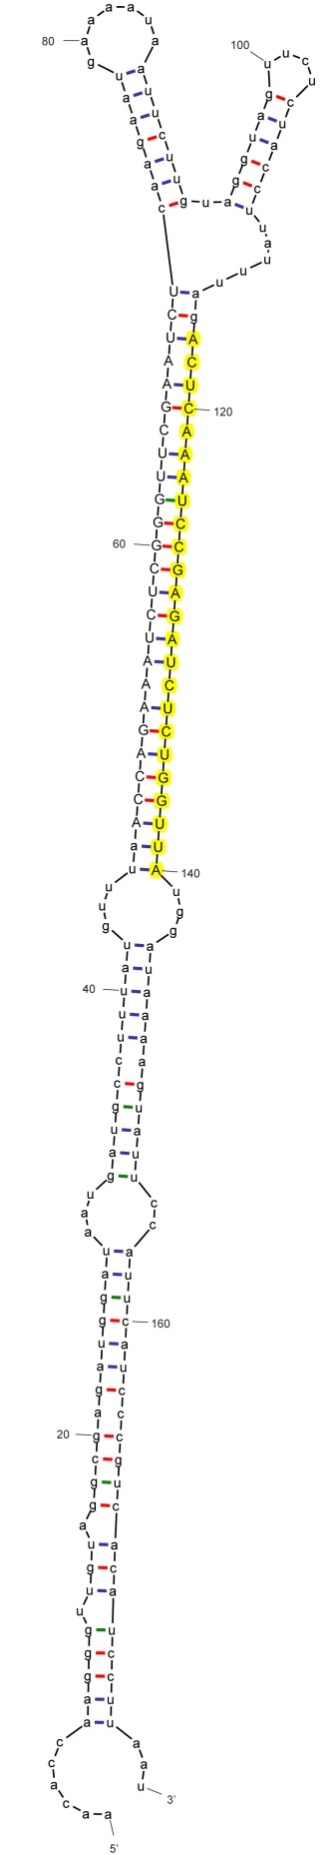

PC-62-3p

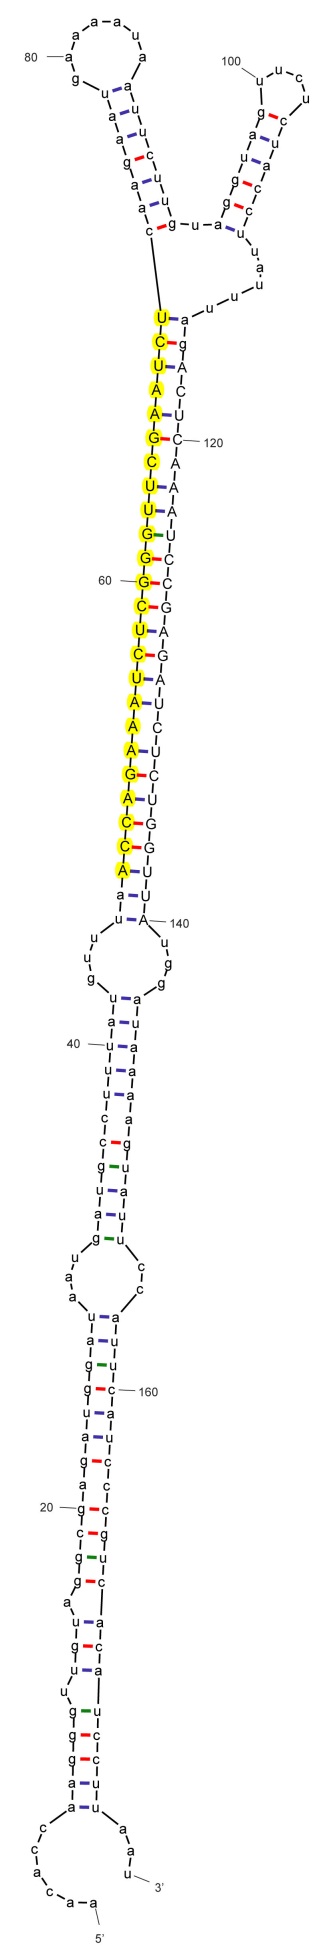

PC-62-5p

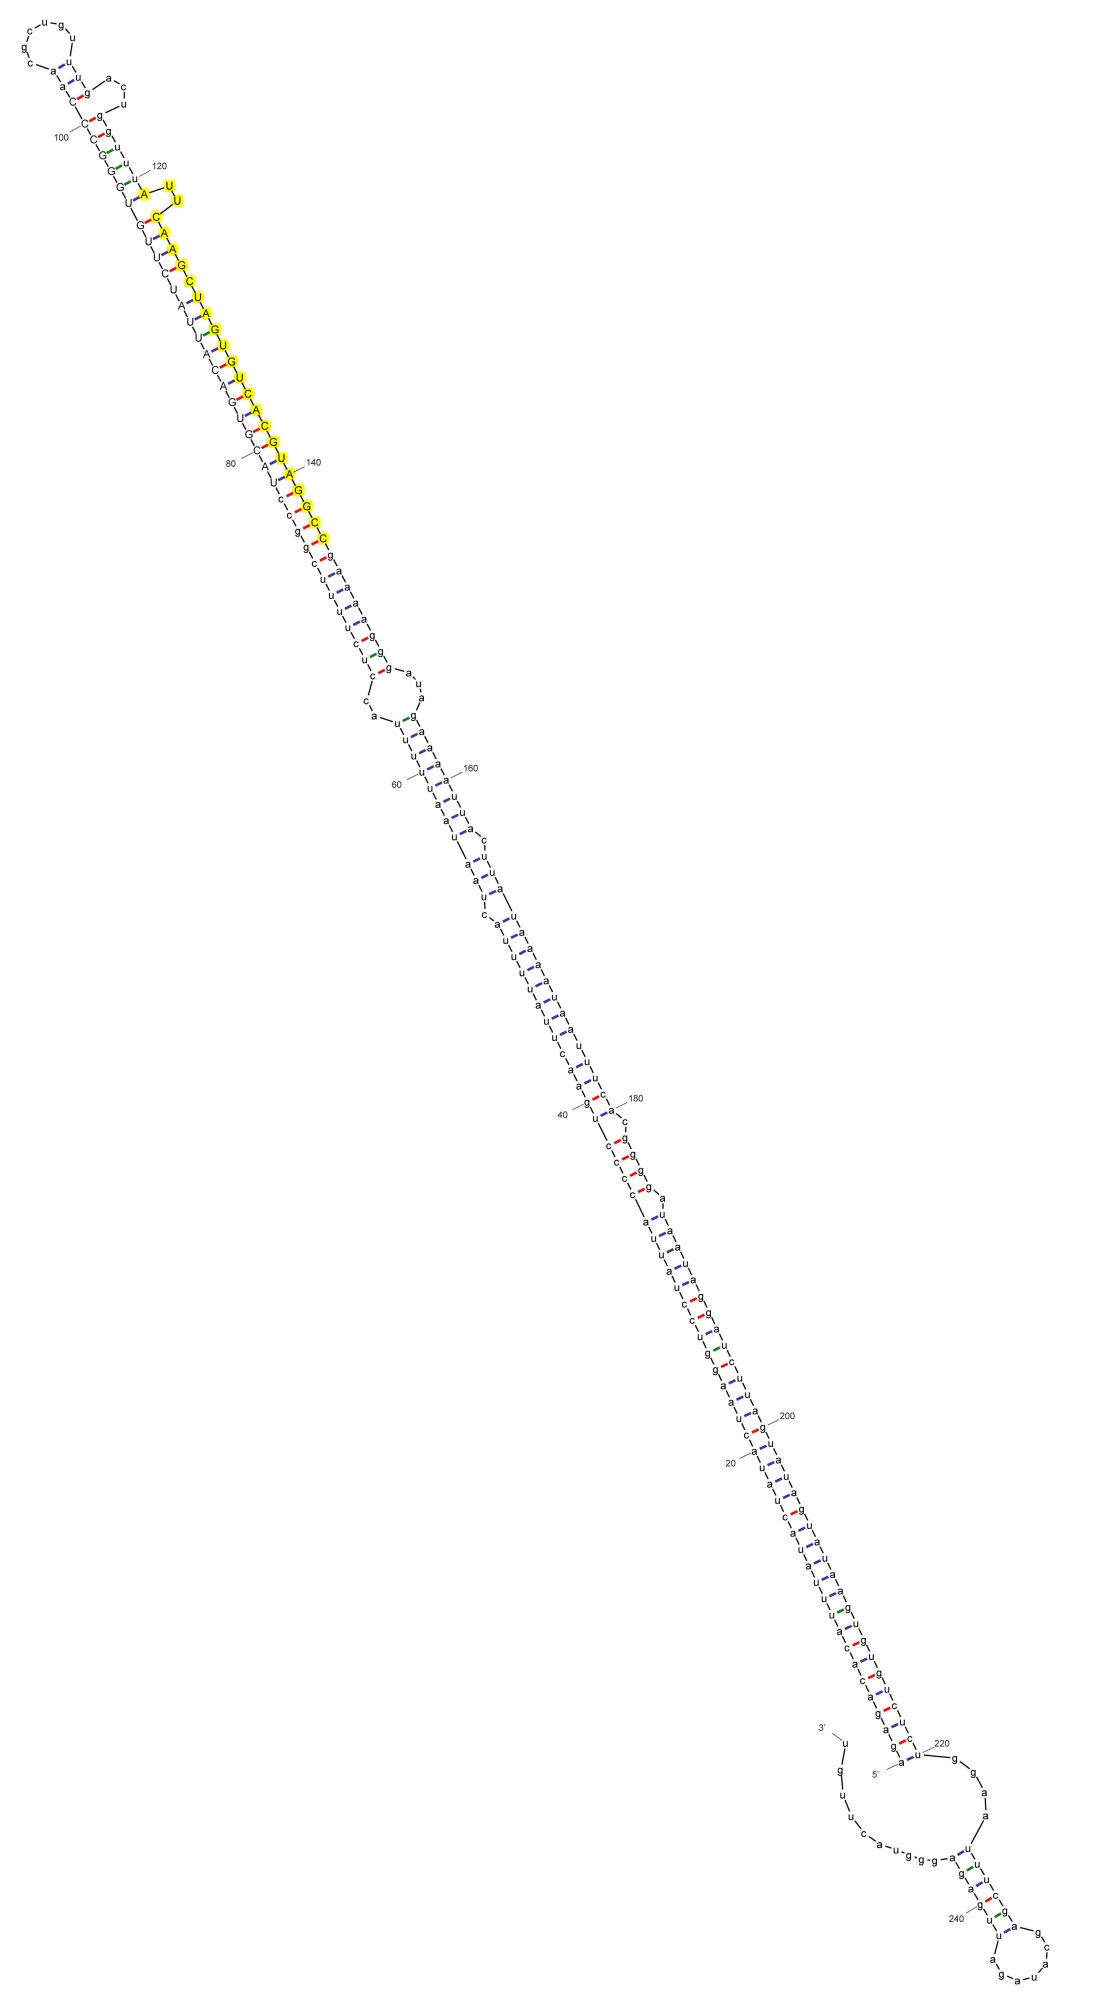

PC-63-3p

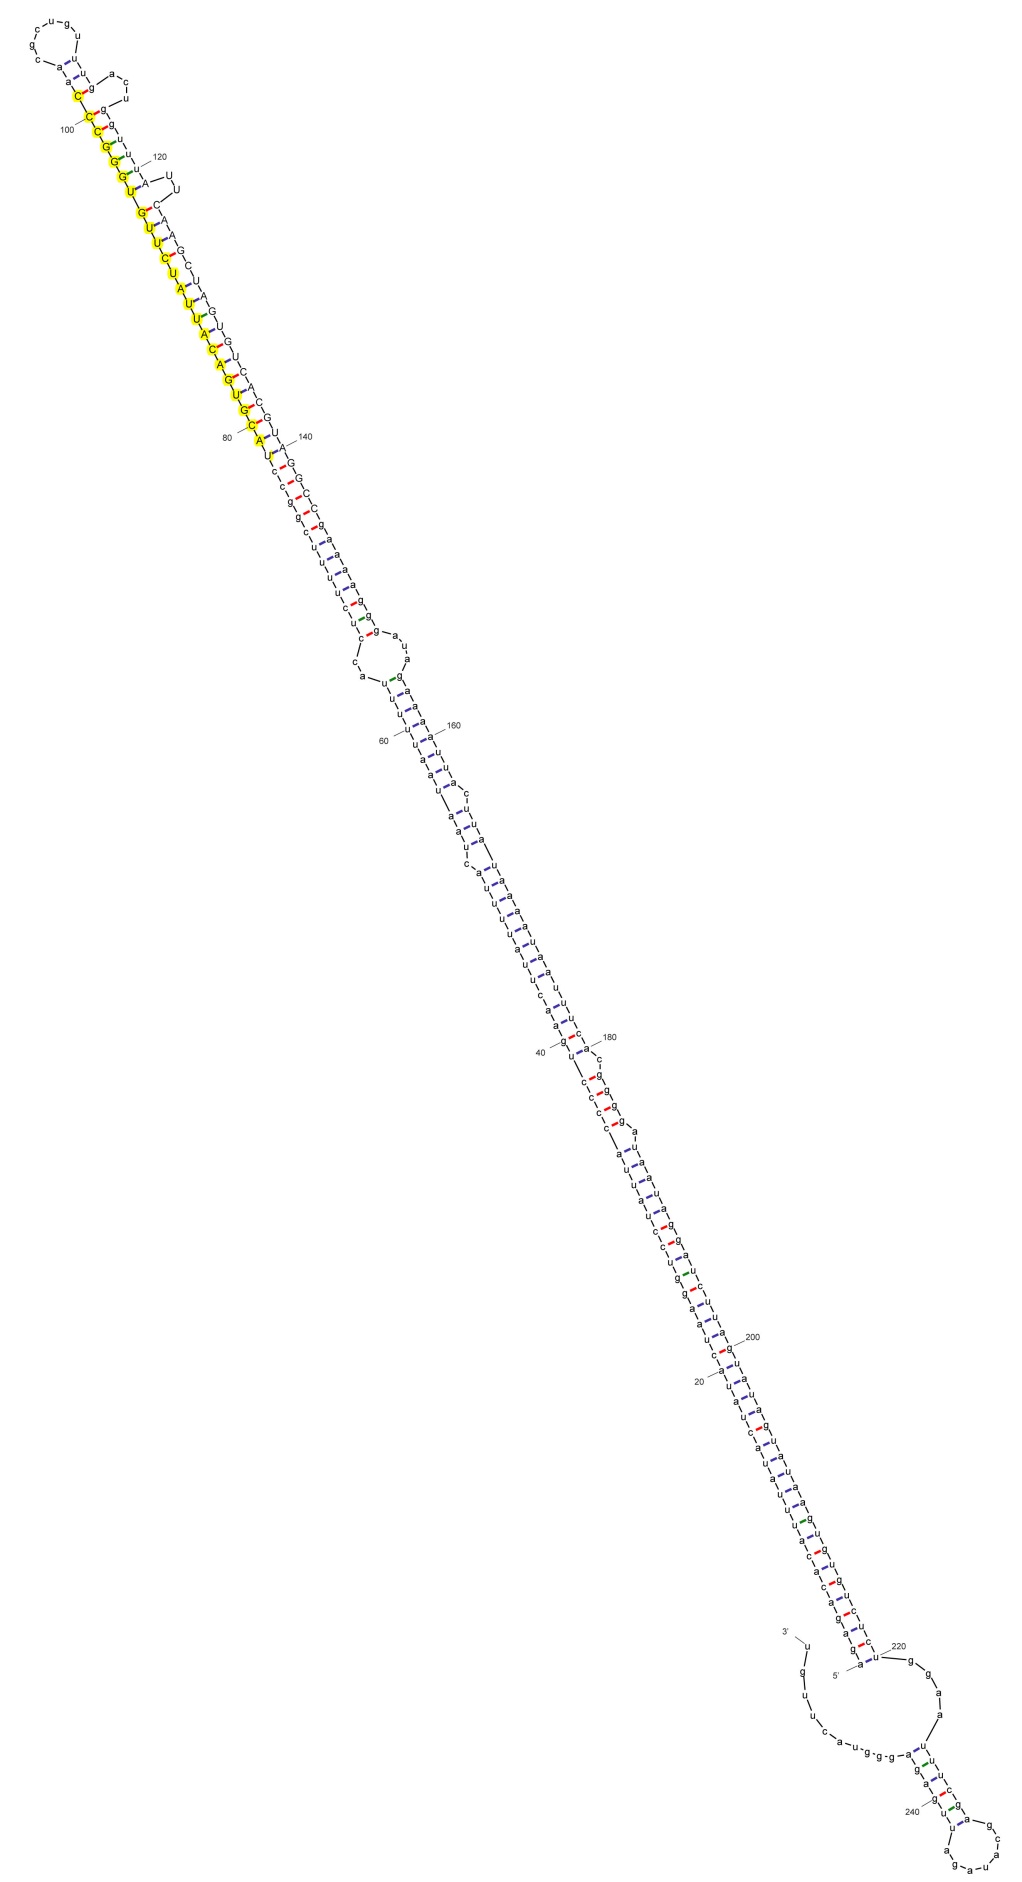

PC-63-5p

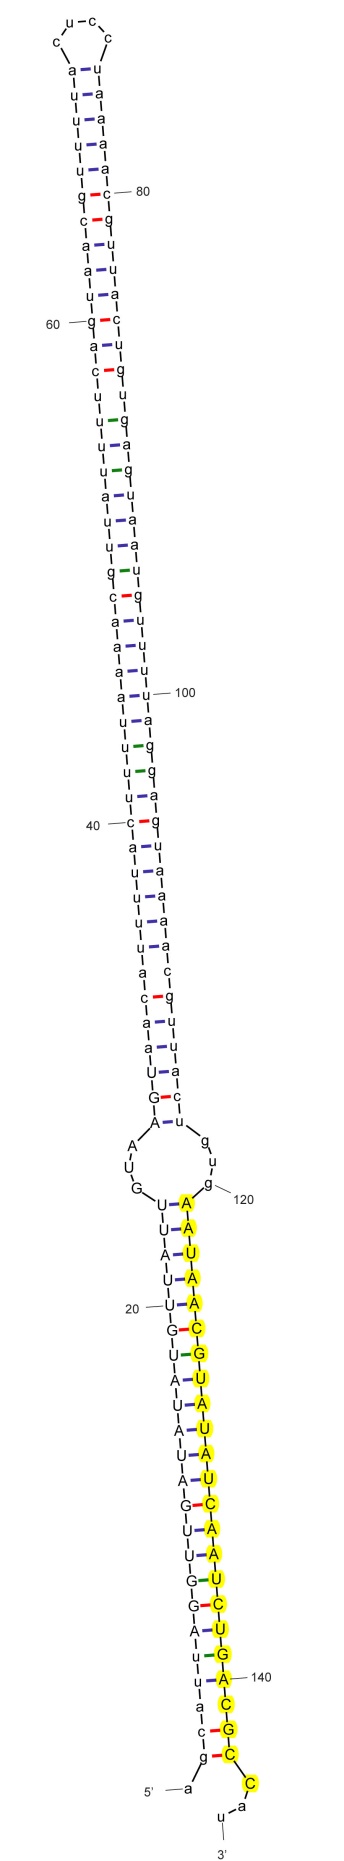

PC-64-3p

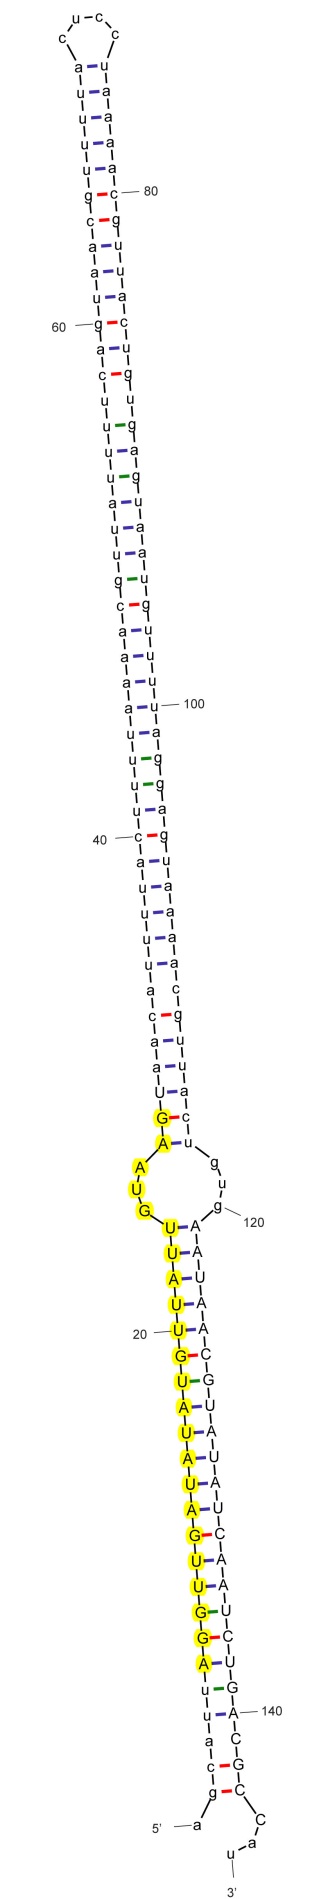

PC-64-5p

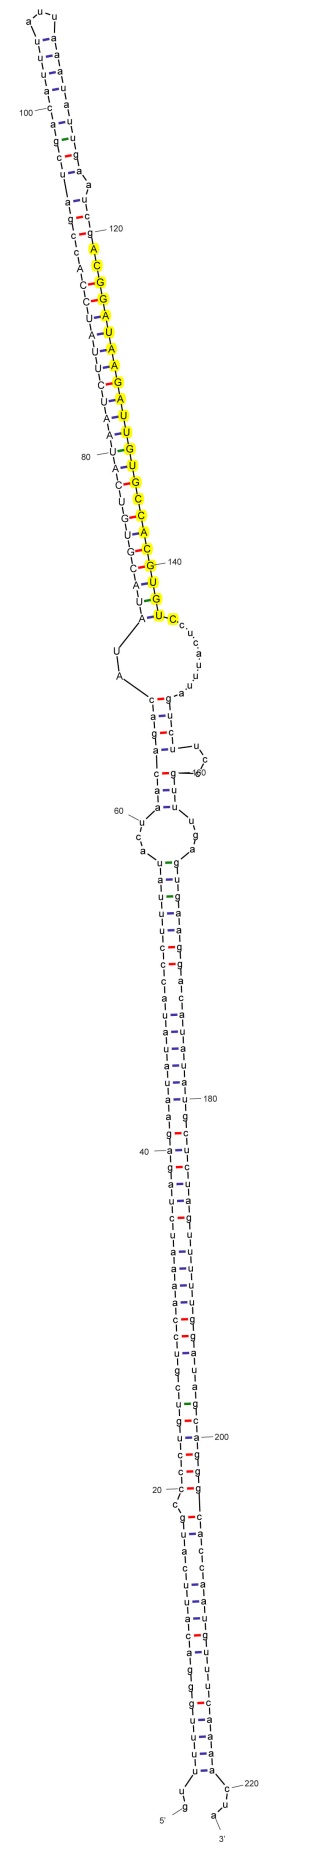

PC-65-3p

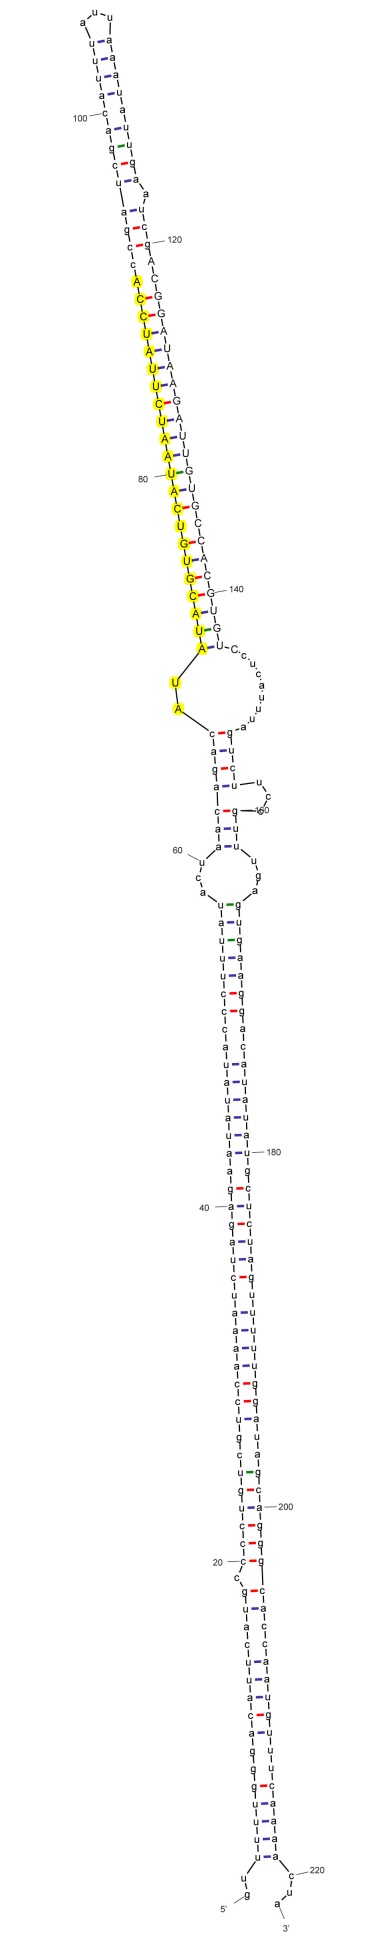

PC-65-5p

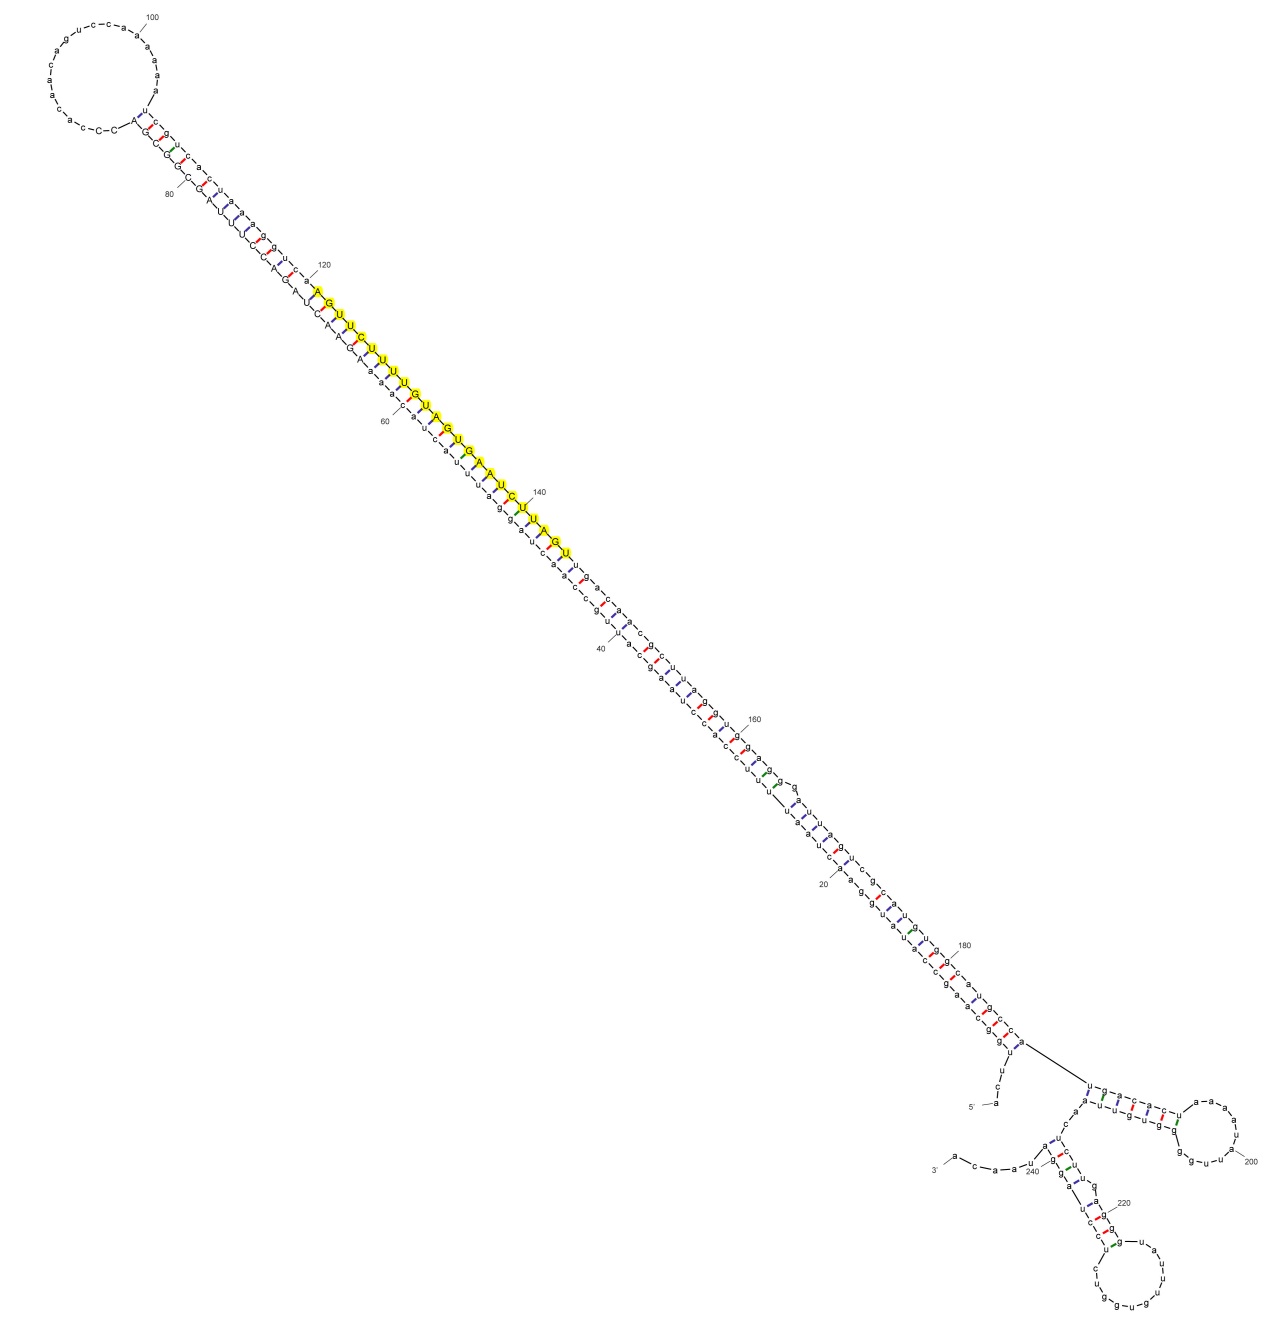

PC-66-3p

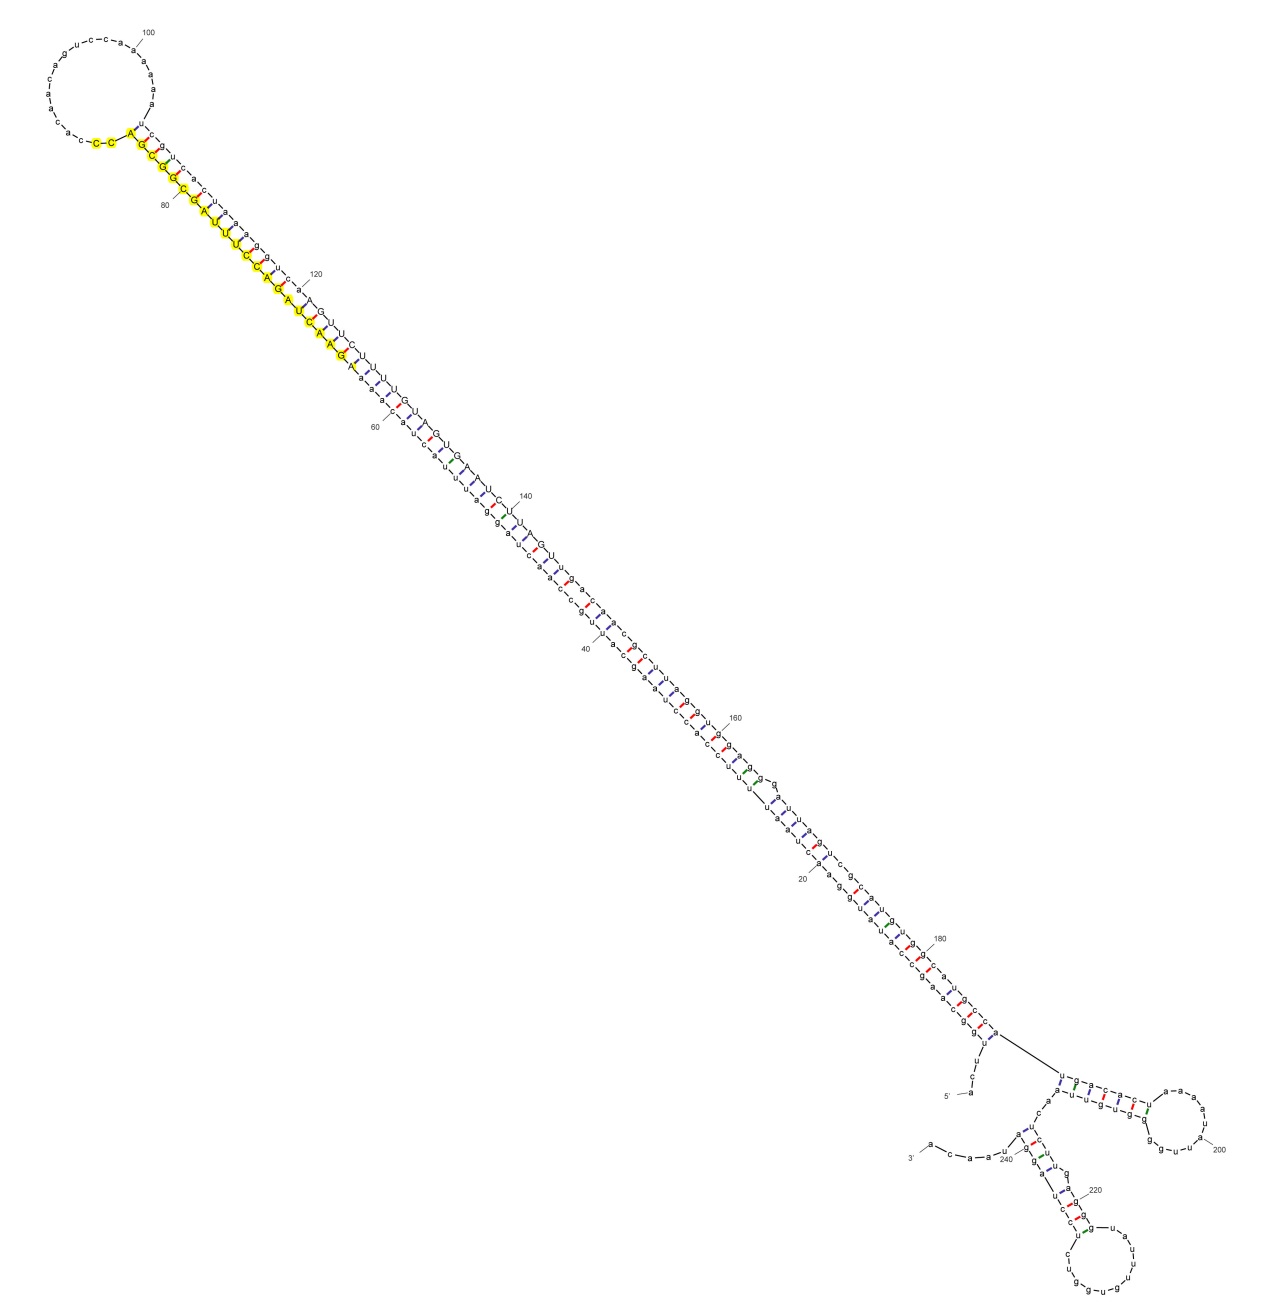

PC-66-5p

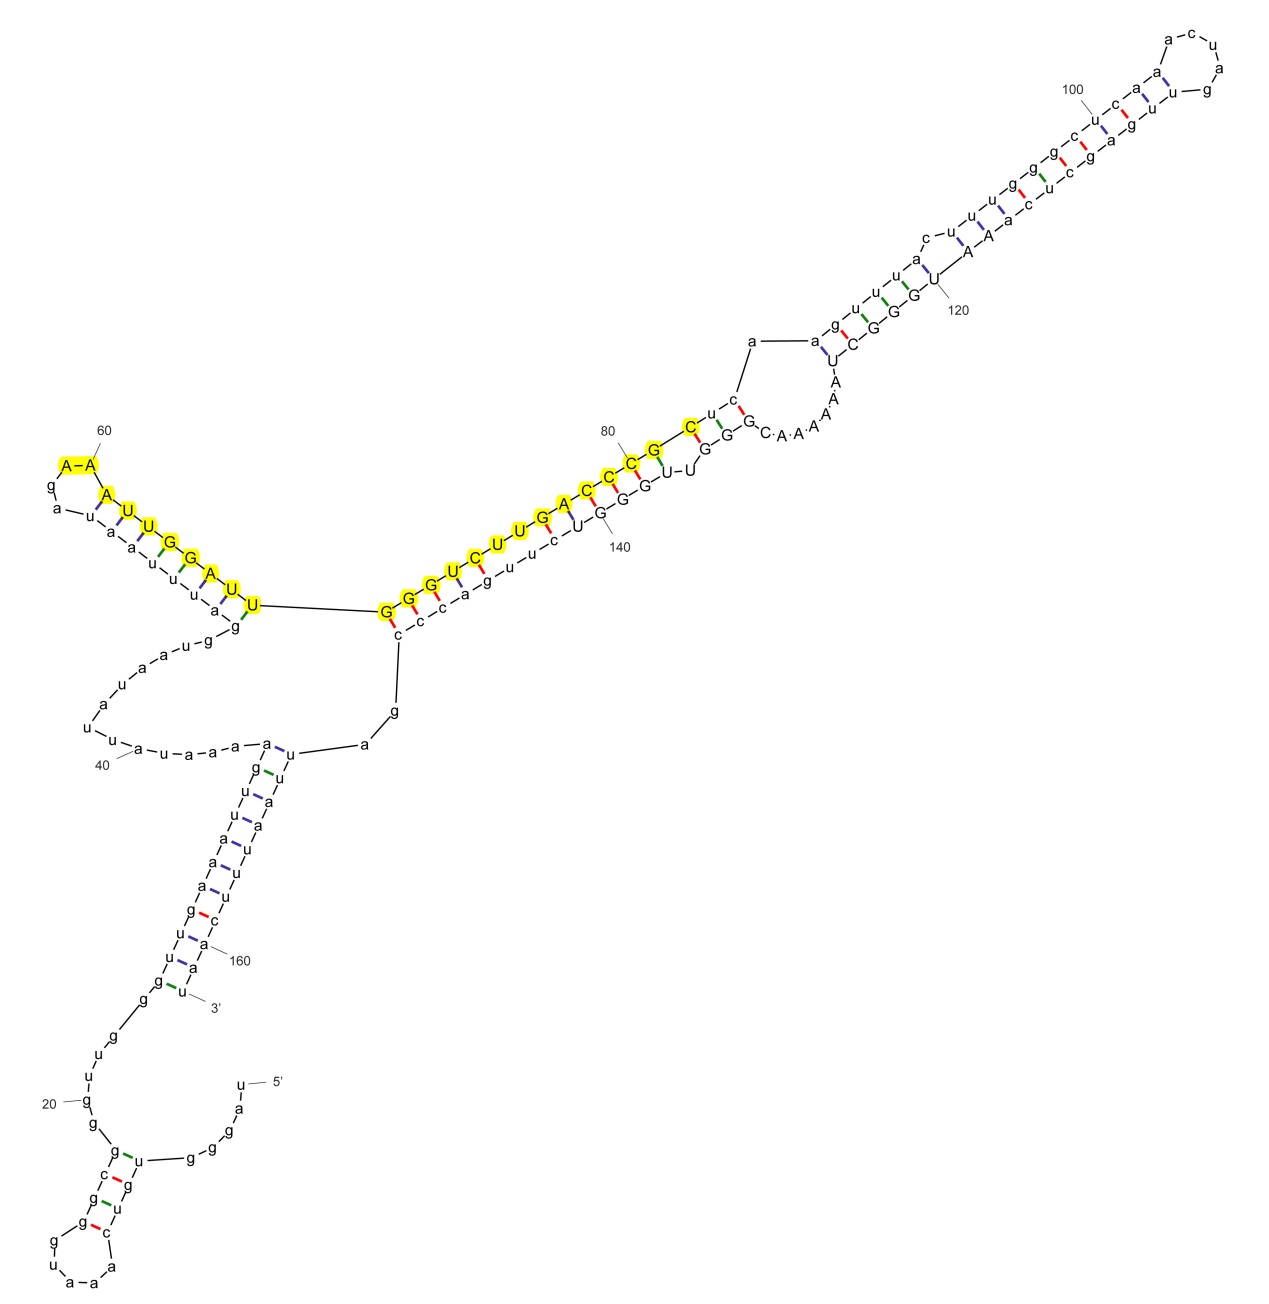

PC-67-5p

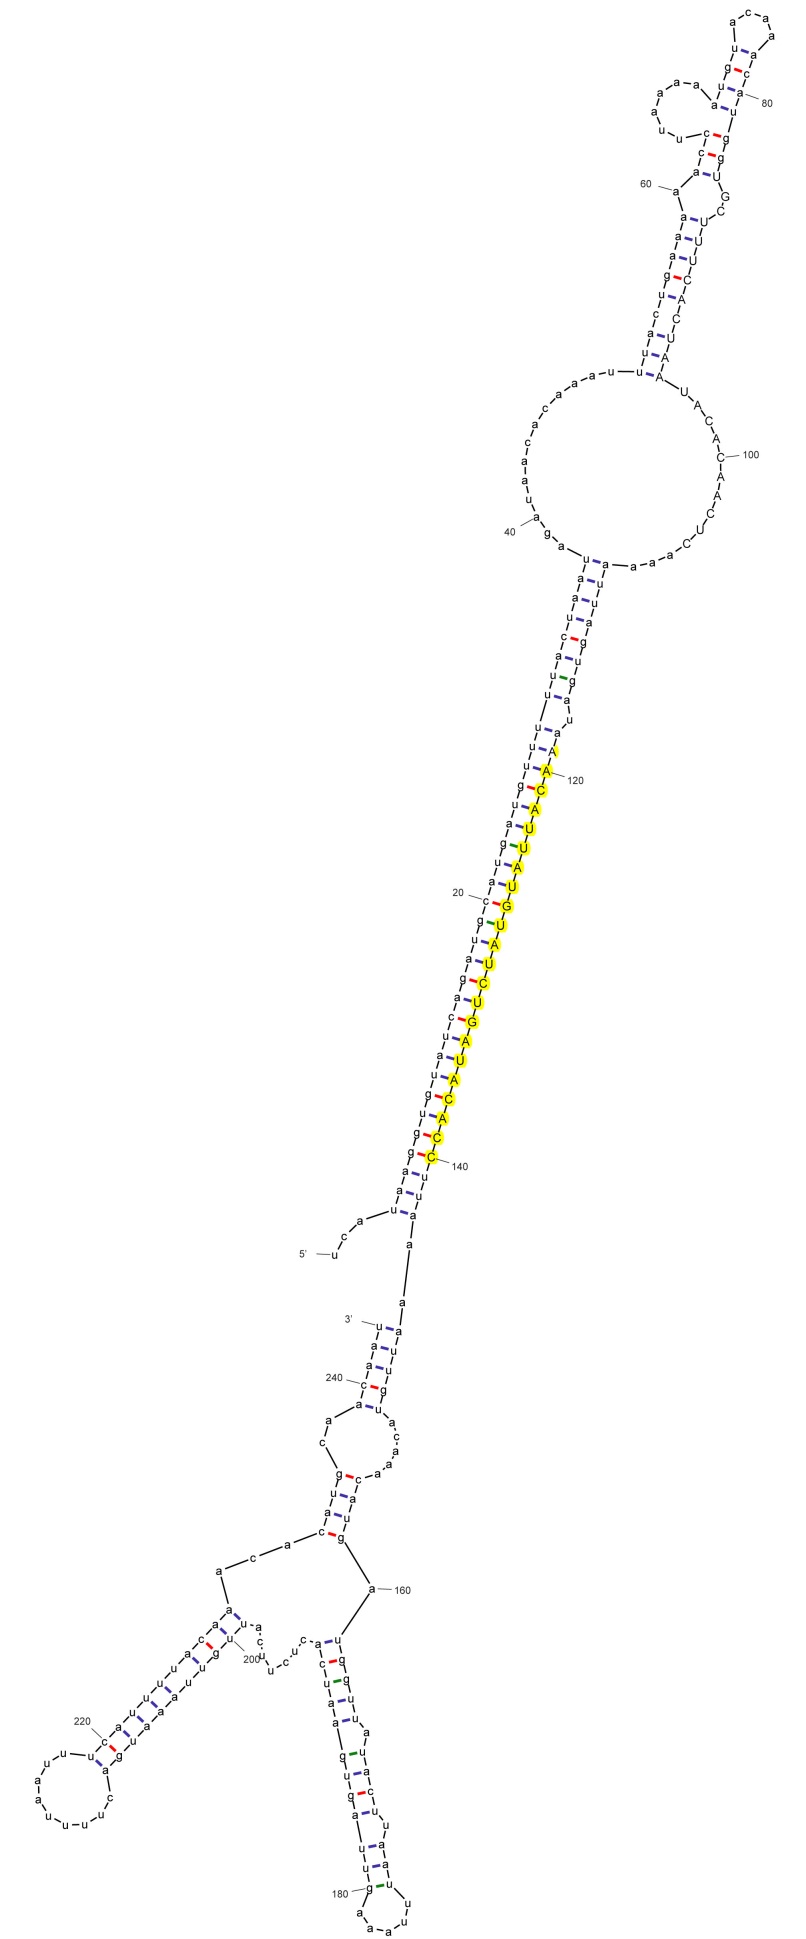

PC-68-3p

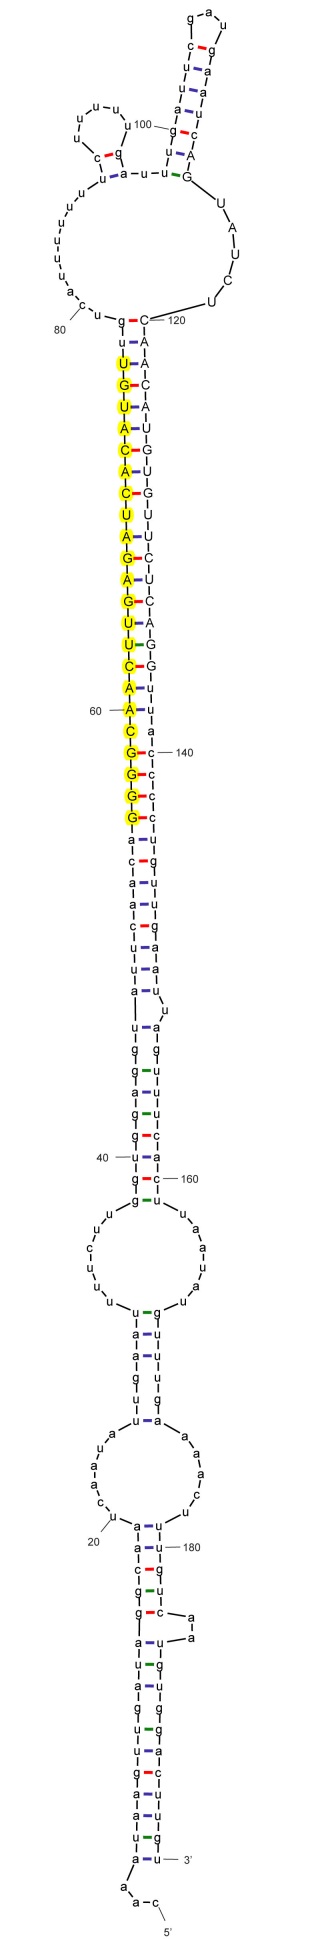

PC-69-5p

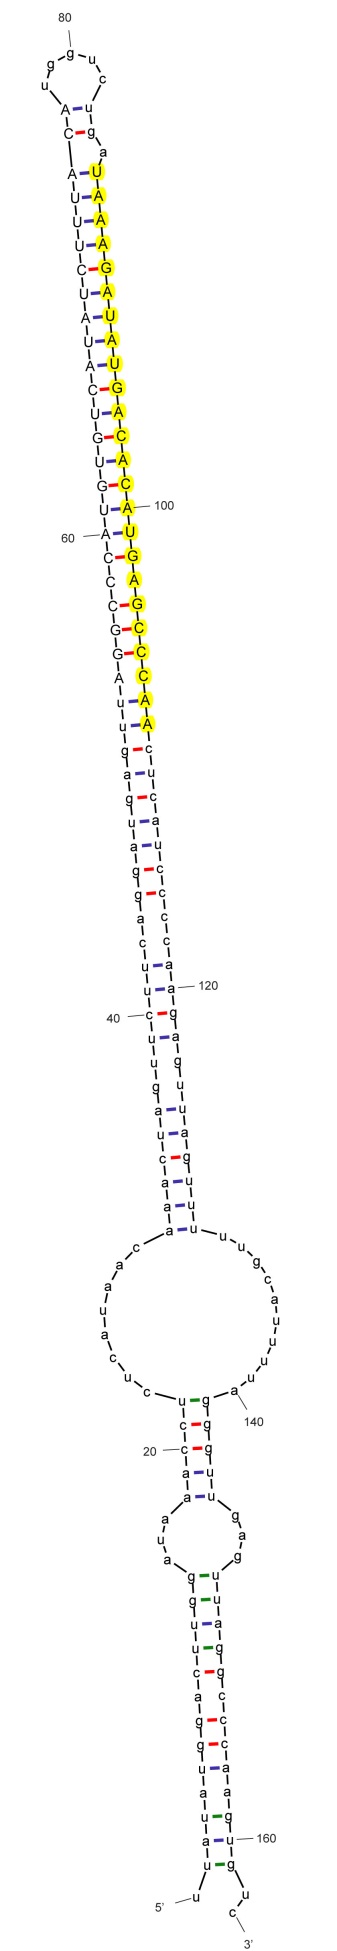

PC-70-3p

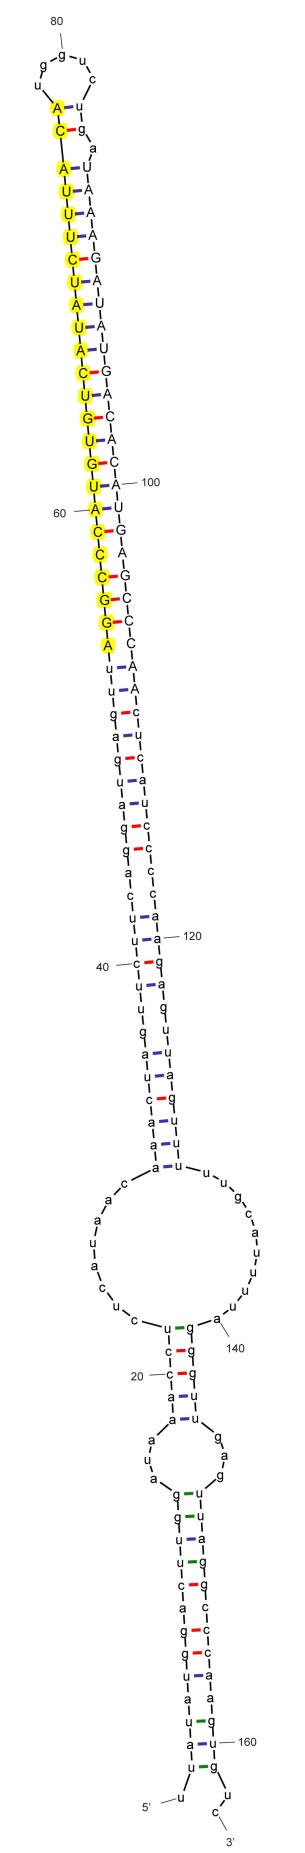

PC-70-5p

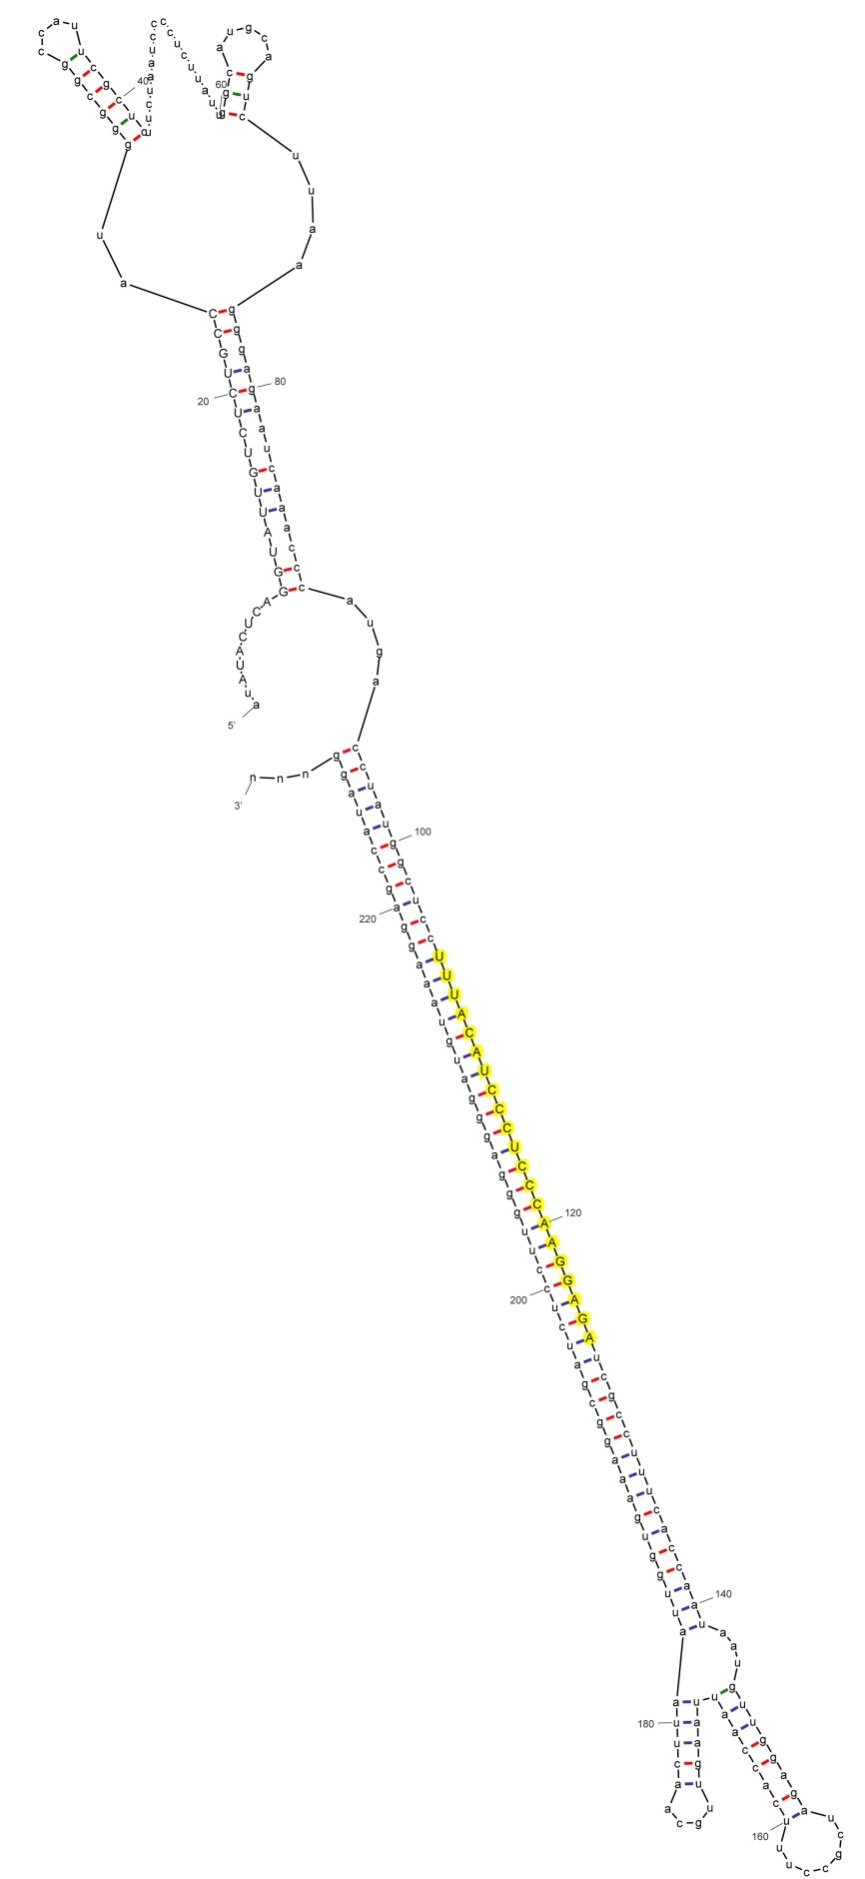

PC-71-3p

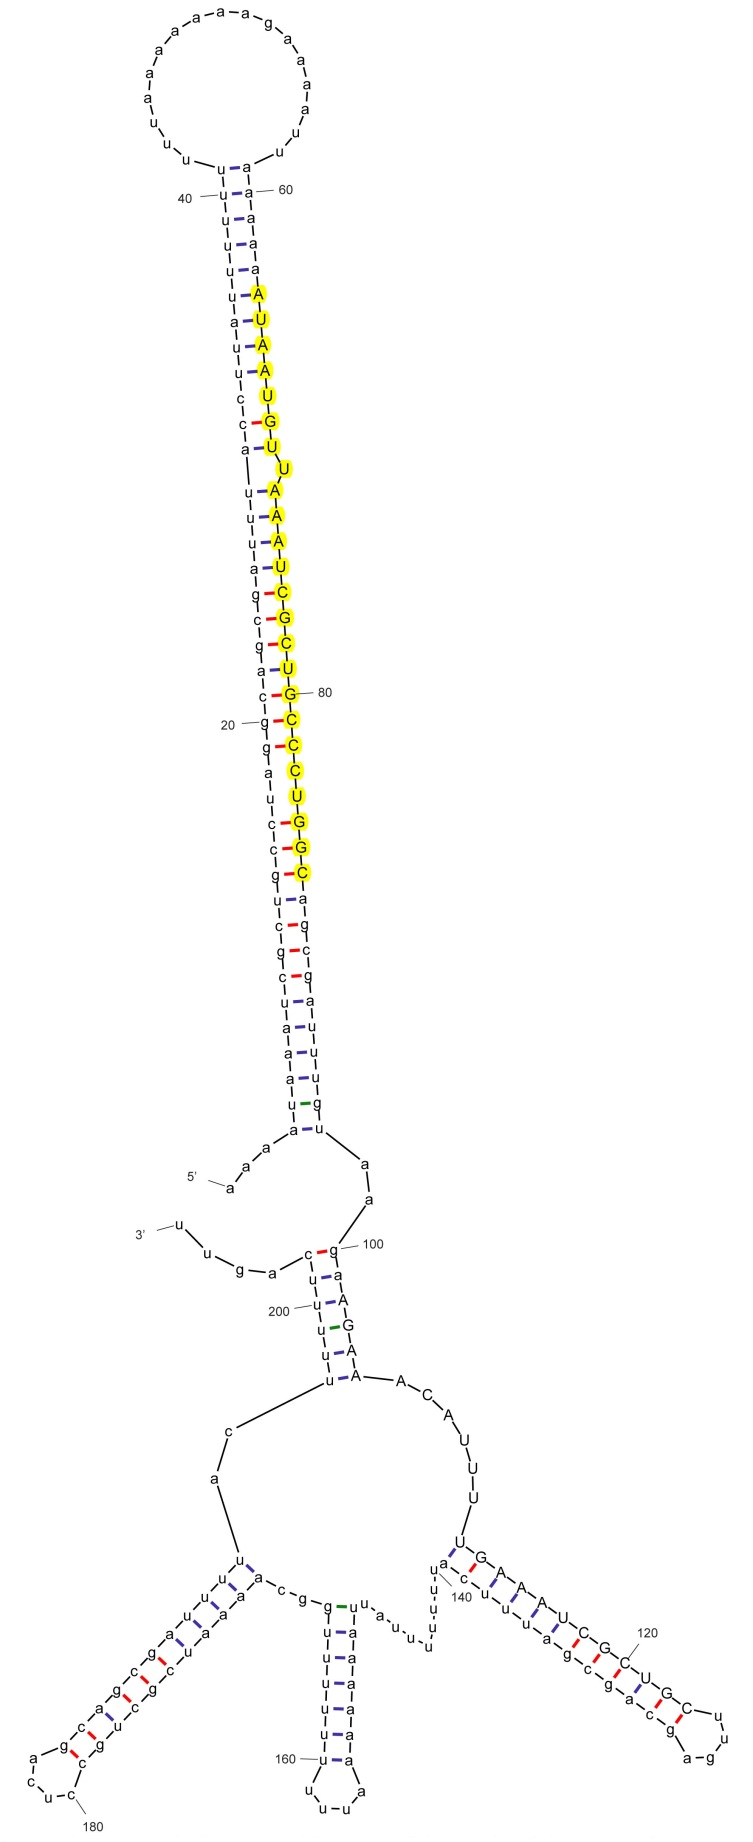

PC-72-5p

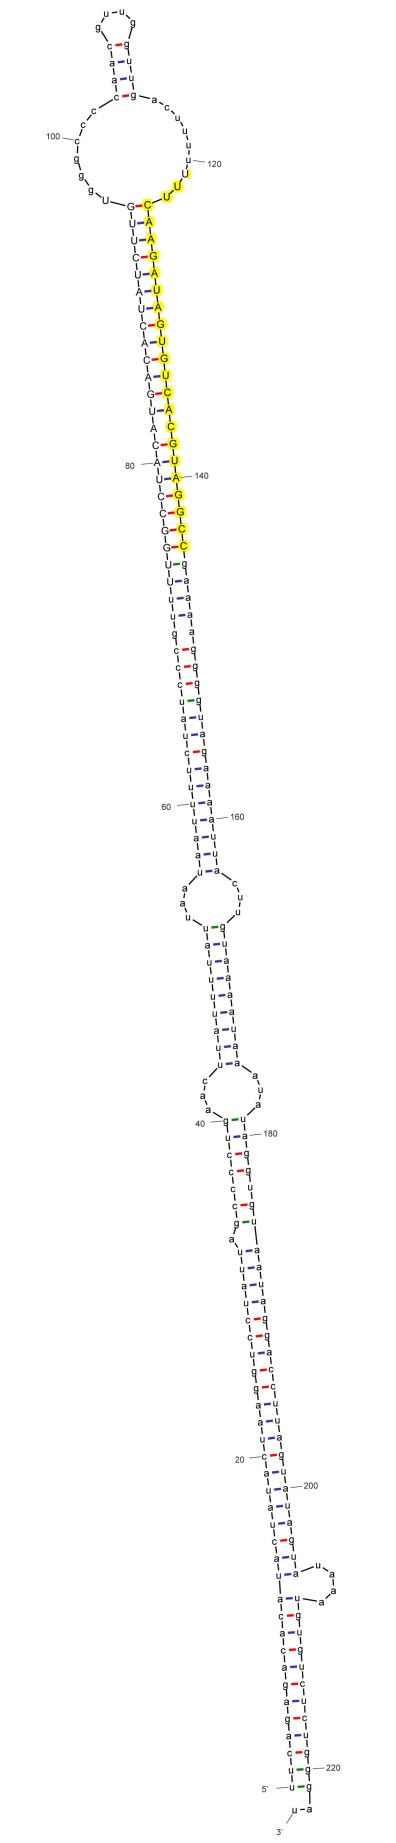

PC-73-3p

PC-73-5p

PC-74-3p

PC-75-3p

PC-75-5p

PC-76-3p

PC-76-5p

PC-77-3p

PC-77-5p

PC-78-3p

PC-78-5p

PC-79-5p

PC-80-5p

PC-81-3p

PC-81-5p

PC-82-3p

PC-82-5p

PC-83-5p

PC-84-3p

PC-84-5p

PC-85-5p

PC-86-3p

PC-87-3p

PC-87-5p

PC-88-3p

PC-88-5p

PC-89-3p

PC-89-5p

PC-90-3p

PC-90-5p

PC-91-3p

PC-92-3p

PC-93-3p

PC-93-5p

PC-94-3p

PC-94-5p

PC-95-5p

PC-96-5p

PC-97-3p

PC-97-5p

PC-98-5p

PC-99-3p

PC-99-5p

PC-100-5p

PC-101-3p

PC-102-3p

PC-102-5p

PC-103-3p

PC-103-5p

PC-104-3p

PC-104-5p

PC-105-3p

PC-105-5p

PC-106-5p

PC-107-5p

PC-108-3p

PC-109-3p

PC-110-5p

PC-111-3p

PC-112-3p

PC-112-5p

PC-113-3p

PC-113-5p

PC-114-5p

PC-115-3p

PC-115-5p

PC-116-3p

PC-116-5p

PC-117-3p

PC-117-5p

PC-118-3p

PC-118-5p

PC-119-3p

PC-120-5p

PC-121-3p

PC-121-5p

PC-122-3p

PC-122-5p

PC-123-3p

PC-123-5p

PC-124-3p

PC-124-5p

PC-125-3p

PC-125-5p

PC-126-3p

PC-126-5p

PC-127-3p

PC-128-3p

PC-128-5p

PC-129-5p

PC-130-3p

PC-131-3p

PC-131-5p

PC-132-3p

PC-132-5p

PC-133-3p

PC-133-5p

PC-134-3p

PC-134-5p

PC-135-3p

PC-136-3p

PC-136-5p

PC-137-5p

PC-138-3p

PC-139-5p

PC-140-5p

PC-141-5p

PC-142-5p

PC-143-5p

PC-144-5p

PC-145-5p

PC-146-5p

PC-147-3p

PC-148-3p

PC-149-5p

PC-150-3p

PC-151-3p

PC-152-5p

PC-153-5p

PC-154-3p

PC-155-5p

PC-156-3p

PC-157-3p

PC-158-5p

PC-159-3p

PC-160-3p

PC-161-3p

PC-162-3p

PC-163-5p

PC-164-3p

PC-165-5p

PC-166-3p

PC-167-5p

PC-168-3p

PC-169-5p

PC-170-5p

PC-171-5p

# Supplementary material for: Identification of chilling stress-responsive tomato microRNAs and their target genes by high-throughput sequencing and degradome analysis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1130. doi: 10.1186/1471-2164-15-1130
**Supplement:** Supplementary file 6 — Additional file 6: Figure S3: - T-plots for targets of tomato miRNAs identified in the NT library. According to German et al, t-plots are referred to as “target plots” and the normalized numbers are used to plot the cleavages on target mRNAs. The frequency of degradome tags with 5’ends at the indicated positions is marked in black, and the frequency cleaved at position 10 of the inset miRNA target alignment is highlighted in red. The abscissa number t indicates the cleavage site detected in the target mRNA.

sha-miR156a and sha-miR156c slicing SGN-E731350 at nt510

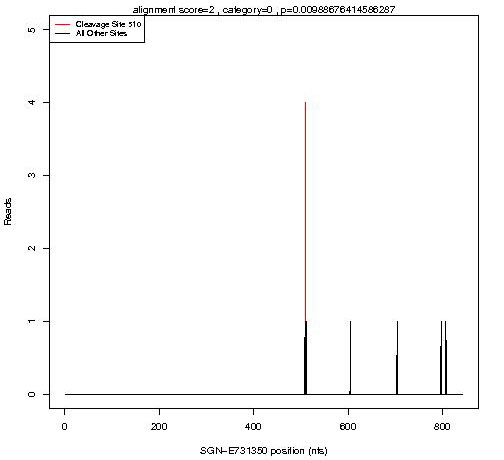

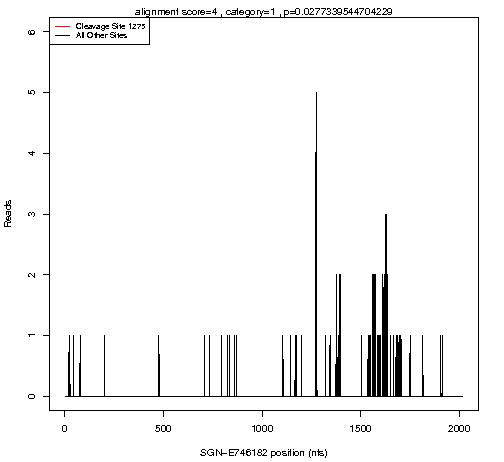

sha-miR156a and sha-miR156c slicing SGN-E746182 at nt1275

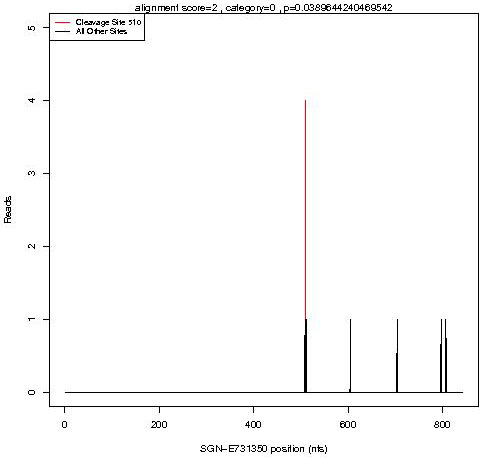

sha-miR156c_nta slicing SGN-E731350 at nt510

sha-miR156c_nta slicing SGN-E746182 at nt 1275

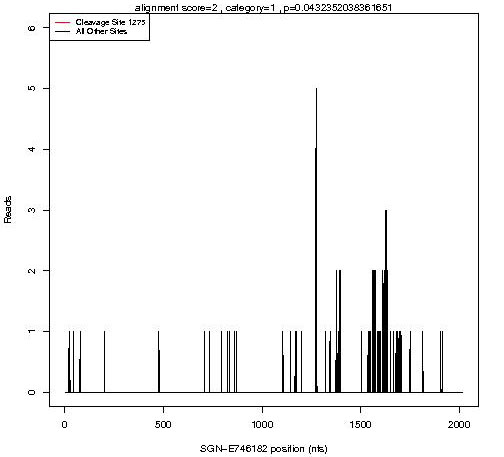

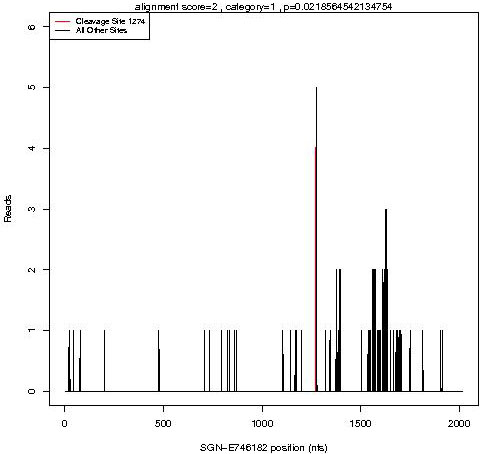

sha-miR156d_nta slicing SGN-E746182 at nt 1274

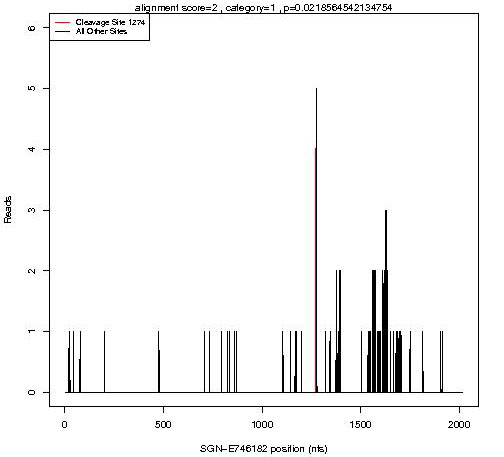

sha-miR156e_stu,sha-miR156g_stu,sha-miR156h_stu,sha-miR156i_stu and sha-miR156j_stu slicing SGN-E746182 at nt 1274

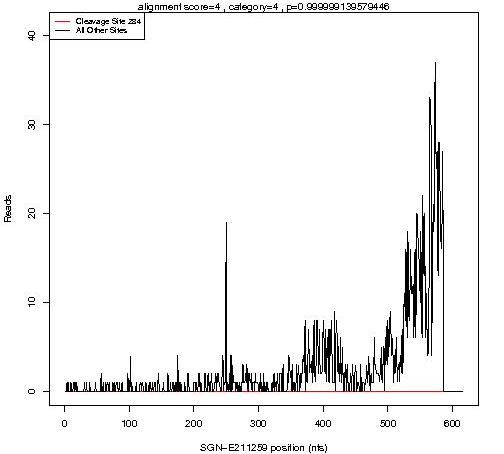

sha-miR156i-p3_nta slicing SGN-E211259 at nt 284

sha-miR156i-p3_nta slicing SGN-E236387 at nt 78

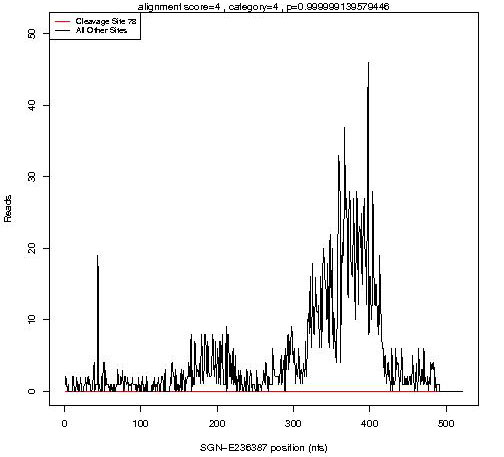

sha-miR156i-p3_nta slicing SGN-E211259 at nt 284

sha-miR156i-p3_nta slicing SGN-E211259 at nt 284

sha-miR156i-p3_nta slicing SGN-E241629 at nt 78

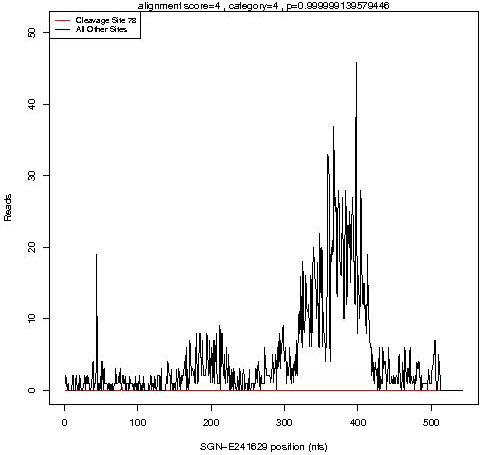

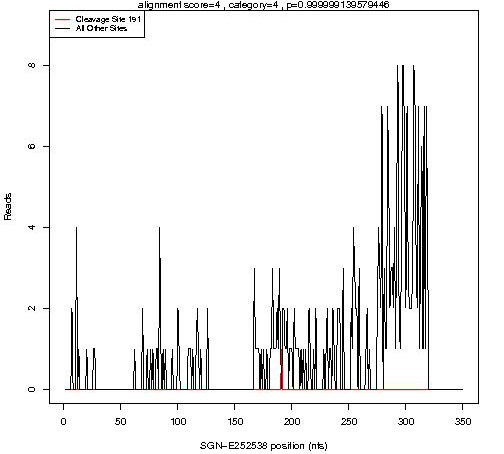

sha-miR156i-p3_nta slicing SGN-E252538 at nt 191

sha-miR156i-p3_nta slicing SGN-E258900 at nt 223

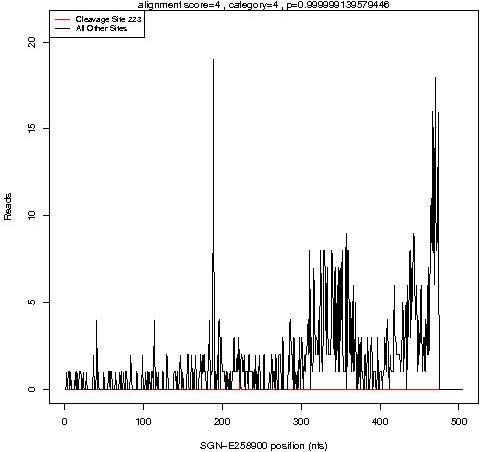

sha-miR156i-p3_nta slicing SGN-E297170 at nt 64

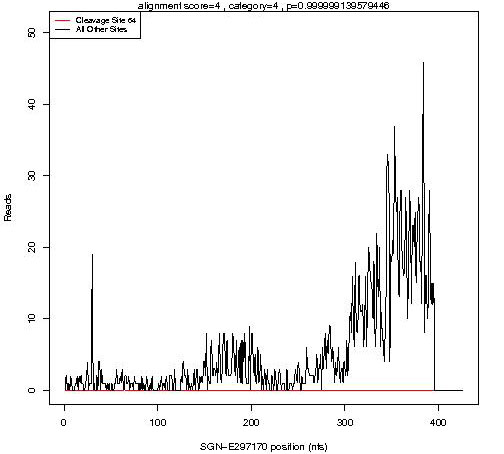

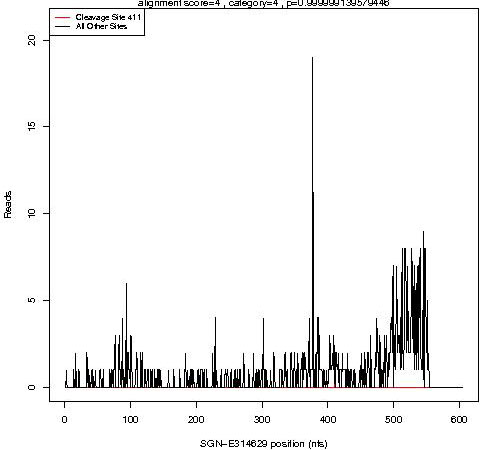

sha-miR156i-p3_nta slicing SGN-E314629 at nt 411

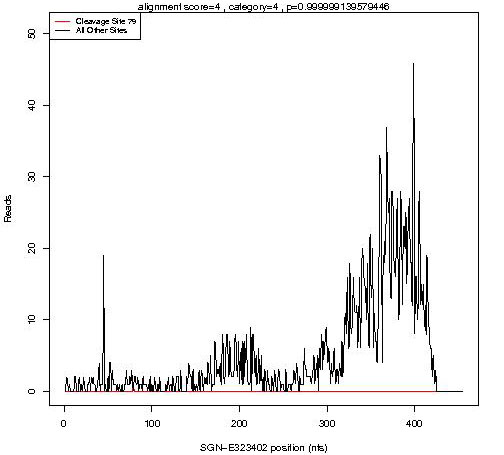

sha-miR156i-p3_nta slicing SGN-E323402 at nt 79

sha-miR156i-p3_nta slicing SGN-E720283 at nt 708

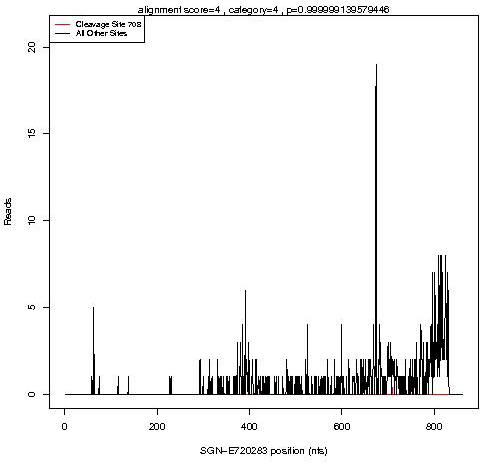

How the deposited data were processed for this re-analysis (not part of the article)

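Small RNA of leaves of *Solanum habrochaites* LA1777 seedlings, kept in the cold (CT) or at normal temperatures (NT), was sequenced by the authors in 1 library per treatment, each a pool of 6 time points. The paper reports biological replicates per treatment, but there are no replicate libraries. The authors processed the reads with the ACGT101-miR program, which removed adaptors, junk reads and matches to Rfam and repeats. The remaining sequences were compared with miRBase 20.0 and placed on the tomato genome build SL2.40 where they matched it. The hairpins were folded with UNAFold. The library named for the treatment at 4 °C was taken as CT and the library named as the control as NT.

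The deposited report holds 5169 entries of 29 columns for 4721 distinct sequences. The reads of each library are expected counts, since the authors divided the reads of a sequence with several entries among them, equally for 344 of 383 such sequences and unequally for 39, and no normalization was applied to these columns. The normalized reads are a signal made by the authors as the reads times 1 constant per library, which was computed from the deposited columns, and the paper's text does not give its formula. The lengths and the MFEI are scores that the authors computed from the sequence and its fold, with the MFEI rounded to 1 decimal as deposited. The G and C content of the hairpin is a percent value as deposited by the authors. The G and C content of mature sequences was computed from the deposited sequences.

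The report holds 283054 CT reads and 446437 NT reads, and the clean reads given by the authors in Table 1 are 4342604 for CT and 7231609 for NT, which were used as the depth of the libraries. A floor of 3 reads corresponds to 3.60 normalized reads in CT and 2.50 in NT. Counting intervals of log2 (CT/NT) are exact Clopper-Pearson limits at 95% of the CT share of a miRNA's reads, taken from the reads of its entry. Where the reads of a sequence are divided among entries, this interval is wider than that of the sequence, so counts of intervals that include 0 use all reads of the sequence, a change made after the data were seen. Intervals and floors cover counting error only.

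The entries of Tables S1 and S2 were joined to the report by exact sequence and, where a sequence had several entries, by the hairpin that overlaps the locus of the table. In all, 374 of 397 entries were joined, and 23 conserved entries whose sequence was not found were left out. The degradome libraries and the qRT-PCR measurements were not analysed here. For each joined entry, log2 (CT/NT) of the authors' normalized reads was computed. Where a library had 0 reads, the ratio was taken against the floor of 3 reads, which leaves out the counting error of the other library (the counting limit covers both), and no fold was given where both libraries were at or under the floor. An entry was called significantly regulated under the thresholds of the paper: Fisher's exact test and the Pearson chi-square test without continuity correction, both two-sided, both p under 0.05, and an absolute log2 (CT/NT) of at least 1. The paper states that the reads were normalized for these tests. The tests here were run on expected counts rounded to whole reads against the clean reads, which departs from the paper, and the tests on normalized reads were run as an alternative. With 1 library per treatment, no model with a variance between libraries can be fitted, so the tests compare the libraries and not the treatments. Across miRNAs, only counts of random draws and percentiles among random lists are given, and these do not compare the treatments either.

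The miRNAs named in the text were chosen by a rule set before the data were examined: every miRNA named in the results or discussion of the paper, in each class the 5 significantly regulated miRNAs with at least 10 reads and the largest ratios in each direction, the 3 most abundant of each class, and the 3 called sequences outside Tables S1 and S2 with the most reads. The values of Tables S1 and S2 had been seen when this rule was set. Some miRNAs with few reads or at single counts were named after their values were seen, where a small count needed its members.

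The alternatives set before the data were examined were scaling by clean reads, by raw reads and by the median ratio of sequences with at least 10 reads in both libraries; counting each distinct sequence once; at least 10 or 50 reads over both libraries; detection at 3 or 10 reads; tests on the rounded normalized reads, as the paper states; an exact binomial test at the CT share given by the authors' normalization; Benjamini-Hochberg adjustment within the class; and thresholds of 2 and 0.58 for the absolute log2 ratio. Added after the data were seen were leaving out miRNAs with 0 reads in a library, keeping only entries at the locus of the tables, and pairs of arms with at least 50 reads per arm and library. For lists of conserved miRNAs, the median log2 (CT/NT) was placed among 10000 random lists of the same size, drawn from all conserved sequences read in both libraries within 10 bins of reads. A form that drew the random lists from the sequences outside the list was run first and is reported beside it. Calls expected from counting error were estimated with 1000 draws in which every sequence had the same CT share of normalized reads.

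The calling rule was tested on simulated data with the reads of the 374 entries and a log2 change of 2. With at least 50 reads, 78 of 78 changed entries were recovered and 0 of 64 unchanged entries were called. With fewer reads, 68 of 122 changed entries were recovered and 3 of 110 unchanged entries were called. The computations used Python 3.11, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 1.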

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

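The tests of calls by direction against counting error, of length variants of listed miRNAs, of variants of the listed members of miR397, miR398 and miR408, and of variation between libraries were chosen only after the result was seen. The tests of scaling, of other sequences sharing bases with miR5303 and of reads from another organism were chosen before.

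The deposited report holds 4386 distinct sequences outside Tables S1 and S2, with 86432 reads in the CT library and 135396 in the NT library, and these draw attention because the paper does not report on them. Of these, 1637 had more reads than the floor of 3. Under the rule used for the listed miRNAs, 74 of them were called changed, 50 increased and 24 decreased, and 15 of the 74 had at least 50 reads over both libraries. In draws that gave every sequence the same CT share of reads, 41.0%, counting error alone produced on average 33.3 increased and 4.02 decreased calls. As many increased calls as observed came up in 5 of 1000 draws, and as many decreased calls in 0 of 1000 draws, so counting error around 1 share does not give either total, although it could be the source of most of the increased calls taken singly. The draws lean to increased calls because the tests use the clean reads while the ratio uses the authors' normalization, and they depend on the share assumed. Counted over both directions together, as the test was first planned, no draw gave more than 59 calls. Another scaling does not remove the pattern, since 70 of the 74 calls remained in the same direction under all 3 other scalings. Length variants of listed miRNAs are not the whole of it, since 57 of the called sequences share no run of 16 bases with a listed miRNA. A response to chilling and variation between libraries cannot be told apart here, because there is 1 library per treatment.

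The 3 called sequences with the most reads were all lower in CT. A sequence named nta-MIR159-p5, in a hairpin on chromosome 3 from 61785947 to 61786207, had 184 reads in CT and 1270 in NT, a log2 (CT/NT) of -2.26 (counting interval -2.49 to -2.04). A sequence named htu-MIR403d-p5_1ss1TC, on chromosome 1 from 70879646 to 70879905, had 167 and 635.5 reads, a log2 of -1.40 (-1.66 to -1.15). Its sequence lies within that of the listed PC-75-5p, so it is a length variant of a miRNA that is itself called decreased and adds no separate result. The predicted sequence PC-5p-1875_406 on chromosome 6 had 34.8 normalized reads in CT and 335 in NT, a log2 of -3.27 (-3.86 to -2.72). Scaled by clean reads, which raises every ratio, the values were -2.05, -1.19 and -3.06, so the scalings tried leave all 3 lower in CT. Counting error is far smaller than these ratios. Variation between libraries stays open for them as for the whole group, and whether they are processed as miRNAs was not tested.

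Among the unlisted sequences are 12 named after miR397, miR398 or miR408. Only 5 of the 12 had more reads than the floor. The summed reads of these 5 were 182 in CT and 42 in NT, a log2 (CT/NT) of 2.65. All 5 were higher in CT, 4 of them by the rule. Their lowest log2 under the 3 other scalings was 1.08, which argues against scaling. All 5 share a run of 16 bases with a listed member of these families, so they may be variants of the listed miRNAs and add no independent evidence of an increase. A response to chilling stays untested beyond the comparison of the 2 libraries.

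The mature sequence of tomato miR5303, on chromosome 4 from 31078792 to 31078895, had 15 reads over both libraries, 8 in CT and 7 in NT, above the floor of 3 reads in a family the paper does not list. Its log2 (CT/NT) of 0.72 had a counting interval of -0.94 to 2.42, so no difference between the libraries was detectable. The reads are not explained as variants of a more abundant sequence of the report, since 0 deposited sequences with more reads share a run of 16 bases with it. No biological explanation was tested.

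A sequence named aqc-miR535_R-1, which has no position on the tomato genome, had 33 reads in NT and 0 in CT. Set against the floor of 3 reads in the CT library, the log2 (CT/NT) was -2.93, or -2.72 when scaled by clean reads. The counting limit, which also covers the error of the 33 reads, was -2.55. Reads from another organism could be the source. The other 155 sequences without a position on the genome had 5105 reads in CT and 8037 in NT together, a log2 of -0.13, so as a group they were close to balanced, but reads of a few families would leave little trace in that sum. Of these sequences, 5 were called increased and 4 decreased. The decreased ones include osa-miR528-5p with 1 read in CT and 12 in NT, csi-miR827 with 0 and 10 and osa-miR1318-5p_L+1R+1 with 0 and 9, so this test does not exclude reads from another organism in the NT library. Reads from another organism and a lower level in the chilled leaves cannot be told apart for this sequence, which rests on 33 reads of 1 library.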

How the results depend on the processing

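The alternatives were set before the data were examined, except leaving out miRNAs with 0 reads in a library, keeping only entries at the paper's locus and pairs of arms with at least 50 reads, which were chosen after seeing the data. Of the counts and summary values under those set before, 66 stayed within 1.5 times the reported count or within the reported interval and 23 did not; under the added ones, 8 stayed and 1 did not. No replicate could be left out, because there is 1 library per treatment.

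The scaling of the libraries decided which direction held more miRNAs. Over both classes the share of increased miRNAs was 47.9% with the authors' normalized reads, 46.8% with the median ratio, 55.1% scaled by raw reads and 58.0% scaled by clean reads. These scalings move every log2 by the same amount, 0.21 for clean reads, 0.15 for raw reads and -0.01 for the median ratio, which is the whole cause of the changes under them. Scaled by clean reads, sha-miR160a (0.068), sha-miR171a (0.18), sha-miR171a_nta (0.18), sha-miR172a and sha-miR172b (0.12 each) and PC-75-3p (0.028) turned from decreased to increased. Scaled by raw reads, so did sha-miR160a (0.010), sha-miR171a (0.13), sha-miR171a_nta (0.12), sha-miR172a and sha-miR172b (0.063 each). With the median ratio, sha-miR172c-3p_aly went from increased to decreased at -0.0018. sha-miR159-p5 lost its call at -0.94 (clean reads) and -0.99 (raw reads) and PC-58-5p at -0.96 (clean reads), while sha-miR396c_nta gained one at 1.19 and 1.14. The other named miRNAs, 61 of 70 under clean reads, 63 under raw reads and 69 under the median ratio, kept direction and call.

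With at least 50 reads over both libraries, 7 conserved miRNAs were significantly increased, and the PC miRNAs fell to 24 increased and 13 decreased, 2 and 3 of them significantly; fewer miRNAs are tested there. At an absolute log2 of at least 2, significant counts fell to 6 increased and 4 decreased conserved and 5 increased and 3 decreased PC miRNAs, and at 0.58 they rose to 34 decreased conserved and 22 increased PC miRNAs, as the threshold is stricter or looser. Benjamini-Hochberg adjustment left 4 increased and 2 decreased PC miRNAs. Tests on the rounded normalized reads gave 3 significantly decreased PC miRNAs and the exact binomial test 11; the cause was not tested beyond the change of the expected share of CT reads.

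Detection depended on the reads required. At 3 reads, 1 conserved and 3 PC miRNAs were found in CT only. At 10 reads, 4 conserved miRNAs were found in CT only and 12 in NT only, and 92 PC miRNAs in both libraries, 16 in CT only and 57 in NT only. The depth of the libraries limits these counts, since 199 of the 236 PC miRNAs had fewer than 50 reads.

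The difference in log2 (CT/NT) between the less and the more abundant arm of a precursor, with a median of -0.05 over all pairs, was -0.46 with at least 10 reads and -0.63 with at least 50 reads per arm and library; the cause of this change with the reads required was not tested.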

Differences from the paper's values

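A log2 (CT/NT) is listed here as different where its sign is not that of the paper's value or where the paper's value lies outside its counting interval. Of the entries with both values, 19 of 130 conserved and 1 of 215 PC miRNAs were more than 0.1 from the paper's value, and most of these are not listed because the paper's value lies within the interval.

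sha-miR156h-3p_stu, sha-miR156i-3p_stu, sha-miR156j-3p_stu and sha-miR156k-3p_stu share 1 sequence with a log2 (CT/NT) of -0.18 (counting interval -0.67 to 0.31) in the deposited report, where the paper's value in Table S1 is 0.22 for each. Of the alternatives set before the data were examined, scaling by clean reads gives 0.03, which has the sign of the paper's value but stays below it, while scaling by raw reads with -0.02 and by the median ratio with -0.18 still differ in sign. The sequence is deposited at another locus than these 4 entries.

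For sha-miR168a-3p the log2 was -1.86 (-1.93 to -1.78) and the paper's value is -2.05. It differs under scaling by clean reads (-1.65), by raw reads (-1.70) and by the median ratio (-1.86) as well.

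For sha-miR1886a-p3_stu, with 1 read in CT and 4 in NT at another locus than in Table S1, the log2 was -1.47 (-7.10 to 1.86) and the paper's value is 0.24. The signs differ under all 3 other scalings too (-1.26 by clean reads, -1.32 by raw reads and -1.48 by the median ratio).

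PC-79-5p and PC-80-5p share 1 sequence with a log2 of 0.0060 (-1.17 to 1.18) for each, where the paper's value is -0.02. The constants of the paper's own tables shift every log2 by -0.024, which gives the paper's sign (computed after the data were seen). The median ratio gives -0.00073 and no longer differs, while scaling by clean reads (0.21) and by raw reads (0.16) still differ.

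The paper states that 2 miR156 members were found in the NT library only, and 1 was found here. sha-miR156e-p3_stu, which the paper names as well, was not analysed here, and no alternative was run on this count. No other count compared here differed under the main settings by more than 1.5 times from the count the paper states in its text, with 138 of the 161 conserved entries matched. Of the matched entries with the paper's mark of significance, all 26 conserved and 15 of 17 PC miRNAs were called here. The paper calls PC-131-3p and PC-156-3p significantly increased. They had log2 values of 1.26 and 1.37 but p-values of 0.067 and 0.052 in Fisher's exact test, which was run on reads. The paper states that normalized reads were tested, and with these, an alternative set before the data were examined, both are called (p = 0.0096 and 0.0062), as the paper has them. With these tests 18 PC miRNAs are significantly increased and 3 significantly decreased, where the paper's counts are 11 and 6. In the other direction, 4 conserved and 4 PC miRNAs were called here without the paper's mark, sha-miR408a-5p_stu, sha-miR166g-p5_nta and PC-82-5p among them, for which Tables S1 and S2 give no ratio.

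The paper places sha-miR167-p3 in the NT library alone, and the deposited report has 1 read of it in CT and 3 in NT. For sha-miR162b-5p_stu, which the paper lists with a ratio, the report has 0 reads in CT and 2.5 in NT, from a sequence with 5 reads over its entries. The paper states that miR5303 was not detected, and the report lists its mature sequence with 8 reads in CT and 7 in NT. For miR1918, named in the same statement, the report lists a variant of 24 nt with 3 and 6 reads and no read of the exact mature sequence. For miR395, miR5302 and miR5304 it lists sequences with at most 2 reads in a library.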

Other observations

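The tests of variation between libraries, of scaling for the families miR397, miR398 and miR408, of scaling and GC content for the arms of a precursor, and the counts of PC calls by direction were chosen only after the result was seen. The tests of counting error and GC content for the families and of the choice of the less abundant arm were chosen before, though the values of Tables S1 and S2 had been seen.

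The listed members of miR397, miR398 and miR408 read in both libraries had 6 distinct sequences with a median log2 (CT/NT) of 2.41. All 6 ratios were above 0, and 5 passed the rule. The lowest, that of sha-miR398_nta, stayed at 0.52 under the median ratio. It rests on 30 reads in each library, and its counting interval of -0.25 to 1.31 includes 0, so its direction was not detectable. The sequences of miR397 come from overlapping hairpins, as do those of miR408, so the 6 are not independent. Their summed reads were 1910 in CT and 531 in NT, a log2 of 2.37. The other 99 conserved sequences had a median of -0.42. Scaling moves all miRNAs alike and so cannot set these families apart: the middle 95% of the medians of 10000 random lists with like reads reached no higher than 0.54. Counting error is too small, since the lower bound of the counting interval of the summed reads was 2.23. GC content stays open. The 87 other conserved sequences within the families' range had a median of -0.34. That range, from 38.1% to 66.7%, takes in most of the 99 others, so the test could hardly give another result. With 1 library per treatment, variation between libraries cannot be told apart from a response of these families to chilling, which remains a hypothesis found on the same data.

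For the 88 precursors with both arms read in both libraries, no difference in log2 (CT/NT) between the less and the more abundant arm was shown: the median difference was -0.05 (-0.46 to 0.28), and it was below 0 in 45 pairs. The 41 conserved pairs had a median of -0.46 (-0.74 to 0.24) and the 47 PC pairs 0.08 (-0.28 to 0.75). The less abundant arms of conserved precursors, as a list, lay at percentile 5.12 among random lists drawn from all conserved miRNAs. The form run first, which drew the random lists only from conserved miRNAs outside the list, gave percentile 0, and its random lists consist largely of the more abundant arms. Among pairs with neither arm in Tables S1 and S2 the medians were above 0, with 0.34 over 41 pairs named after miRBase and 0.20 over 340 predicted pairs, the latter with an interval that reaches 0. Several of these unlisted pairs, such as nta-MIR159-p5 with nta-MIR159-p3_1ss22GT, have overlapping sequences as their arms. Such pairs are not opposite arms of a hairpin, so the medians of the unlisted pairs cannot decide on a difference between arms.

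In the 22 pairs with at least 50 reads per arm and library, a limit set after the data were seen, the less abundant arm was lower in CT in 18, with a median difference of -0.63 (-1.42 to -0.32). Scaling cancels within a pair and so cannot give this value of -0.63. The choice of the less abundant arm by summed reads may contribute: with the arm chosen on the NT library alone the median was -0.48 and its interval of -1.42 to 0.56 includes 0, while with the arm chosen on the CT library alone it was -0.94 (-1.42 to -0.47), so the choice shifts the value in both directions. GC content stays open, with a median of -0.47 in the 9 pairs whose less abundant arm has the lower GC content and -0.74 in the 9 where it has the higher, groups too small to decide. Variation between libraries stays open as well, with 1 library per treatment. The larger sets of listed pairs above do not show the difference.

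Counting error alone would give on average 5.34 increased and 1.30 decreased calls among the 236 PC miRNAs, against 12 and 7 observed. As many increased calls came up in 9 of 1000 draws and as many decreased calls in 1 of 1000. Counting error around 1 CT share for all entries is thus an unlikely source of either total, while several of the single calls could come from it. The draws depend on the share assumed, which sets log2 (CT/NT) at 0, while the PC miRNAs had a median of 0.16. They also treat entries that share reads as independent. For the conserved miRNAs the draws gave 0.844 increased and 0.216 decreased calls on average, against 11 and 19 observed.

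Of the PC miRNAs, 7 lie in hairpins that overlap a listed conserved hairpin, 4 of them on the other strand and 3 on the same strand. Those on the other strand are PC-79-5p and PC-80-5p at sha-miR156 loci, PC-140-5p opposite sha-miR398a-5p_stu, and PC-154-3p opposite sha-miR397_nta and sha-miR397-p5. PC-154-3p had 380 reads in CT and 329 in NT, a log2 (CT/NT) of 0.73 (0.52 to 0.95). Those on the same strand are PC-93-5p and PC-93-3p at sha-miR482a and PC-162-3p at sha-miR530_stu.

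Of the reads outside Tables S1 and S2, 5 sequences named after miR2911 and miR1310 took 42.3% in CT and 42.5% in NT.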
